# Multiomics analysis unveils an inosine-sensitive DNA damage response in neurogenic bladder after spinal cord injury

**DOI:** 10.1172/jci.insight.180275

**Published:** 2025-05-08

**Authors:** Ali Hashemi Gheinani, Bryan S. Sack, Alexander Bigger-Allen, Hatim Thaker, Hussein Atta, George Lambrinos, Kyle Costa, Claire Doyle, Mehrnaz Gharaee-Kermani, Susan Patalano, Mary Piper, Justin F. Cotellessa, Dijana Vitko, Haiying Li, Manubhai Kadayil Prabhakaran, Vivian Cristofaro, John Froehlich, Richard S. Lee, Wei Yang, Maryrose P. Sullivan, Jill A. Macoska, Rosalyn M. Adam

**Keywords:** Cell biology, Muscle biology, Bioinformatics, DNA repair, Urology

## Abstract

Spinal cord injury (SCI) evokes profound dysfunction in hollow organs such as the urinary bladder and gut. Current treatments are limited by a lack of molecular data to inform novel therapeutic avenues. Previously, we showed that systemic treatment with the neuroprotective agent inosine improved bladder function following SCI in rats. Here, we applied integrated multi-omics analysis to explore molecular alterations in the bladder over time and their sensitivity to inosine following SCI. Canonical signaling pathways regulated by SCI included those associated with protein synthesis, neuroplasticity, wound healing, and neurotransmitter degradation. Upstream regulator and causal network analysis predicted multiple effectors of DNA damage response signaling following injury, including poly-ADP ribose phosphorylase-1 (PARP1). Markers of DNA damage (γH2AX, ATM/ATR substrates) and PARP activity were increased in bladder tissue following SCI and attenuated with inosine treatment. Inosine treatment also attenuated oxidative DNA damage in rat bladder cells in vitro. Proteomics analysis suggested that SCI induced changes in protein synthesis–, neuroplasticity-, and oxidative stress–associated pathways, a subset of which were shown in transcriptomics data to be inosine sensitive. These findings provide insights into the molecular landscape of the bladder following SCI and identify key inosine-sensitive pathways associated with injury.

## Abstract 2

Multi-omics analysis reveals oxidative stress and DNA damage as inosine-sensitive responses to spinal cord injury in the bladder.

## Introduction

Damage to the spinal cord has a profound effect on motor, sensory, and autonomic innervation. Depending on the level and extent, injury can result in limb paralysis, bladder/bowel dysfunction, and development of neuropathic pain (reviewed in ref. 1). Interruption of neural control to the lower urinary tract frequently leads to reflex bladder contractions termed neurogenic detrusor overactivity (NDO) and detrusor-sphincter-dyssynergia (DSD) that reflects disruption of the normal coordination between bladder and urethral sphincter required for efficient voiding. NDO and DSD are associated with the emergence of lower urinary tract symptoms including urinary incontinence, incomplete bladder emptying resulting in urinary retention, and an increased risk of urinary tract infection and renal damage (reviewed in ref. 2). Clinical management of neurogenic lower urinary tract dysfunction (LUTD) focuses primarily on catheterization to promote efficient bladder emptying and pharmacological intervention to diminish NDO. Agents approved for treatment of LUTD include onabotulinumtoxin A to inhibit neurotransmitter release, antimuscarinic agents to block muscarinic receptor-mediated detrusor contraction, and b-adrenergic receptor agonists to promote detrusor relaxation (3). These interventions decrease bladder storage pressure, enhance bladder capacity, and diminish incontinence.

The functional obstruction that results from DSD also provokes marked changes in bladder morphology, consistent with those observed following anatomic obstruction — e.g., in response to prostatic enlargement in men. Characteristic changes include bladder wall thickening as a result of cellular hypertrophy and hyperplasia (4), as well as enhanced deposition and turnover of extracellular matrix (ECM) leading to fibrosis (5, 6). With the advent of genome-wide expression profiling, several groups have begun to characterize the molecular landscape that underlies the response of the bladder to spinal cord damage in animal models (7–10) and in smooth muscle cells isolated from human bladder biopsies (11, 12). In addition to verification of altered expression of ECM proteins and regulators, microarray-based expression profiling of bladder tissue from spinal cord–injured rats also provided important insights into additional drivers of neurogenic bladder pathophysiology including the profibrotic regulator TGF-β1 and proinflammatory mediators such as IL-1β and S100A8/A9 (7, 8). In those studies, pathway analysis identified the enrichment for processes associated with remodeling such as proliferation and connective tissue deposition, as well as a progressive increase in inflammatory processes following injury. In spite of its deleterious effect on bladder compliance and function, however, no pharmacological agents that target fibroproliferative remodeling have been approved to treat LUTD. While these studies have provided valuable insights into molecular alterations associated with spinal cord injury (SCI), the lack of high-resolution, multidimensional, and network-level information has hindered the development of rationally designed therapeutic interventions targeting bladder wall remodeling.

Previously, we demonstrated a marked improvement in bladder function in rats with functional bladder outlet obstruction secondary to SCI treated with inosine (13), a purine nucleoside with neuroprotective, neurotrophic, antiinflammatory, and antioxidant properties (reviewed in ref. 14). In that study, rats with SCI receiving inosine daily for 6 weeks either immediately after injury or following a 2-month delay displayed a decrease in NDO. Consistent with the neuroprotective activity of inosine reported previously, we observed preservation of the neuronal markers synaptophysin and NF200 within the bladders of inosine-treated rats, as well as decreased staining for TRPV1, a marker of C-fibers implicated in the development of NDO following injury (reviewed in ref. 15).

To explore temporal changes in the bladder following SCI and determine the molecular basis for the beneficial effect of inosine on bladder function observed previously, we conducted a multi-omics analysis to systematically evaluate the genes, pathways and signaling networks that are differentially regulated in the bladder in response to SCI and their modulation with inosine treatment. This multi-omics analysis has provided insights into the biological processes perturbed in the bladder in response to SCI, implicating DNA damage in pathologic changes resulting from injury and attenuation of such damage with inosine treatment.

## Results

### SCI evokes time-dependent changes in the bladder transcriptome.

To understand global, temporal changes in the molecular landscape of the bladder following SCI in rats, we first analyzed the transcriptome at 2, 8 and 16 weeks following midthoracic spinal cord transection, compared with noninjured controls (Figure 1A). The earliest time point chosen (2 weeks) corresponds to the end of the spinal shock phase, whereas the later time points represent established (8-week) and chronic (16-week) phases of the response to SCI. The bladder/body weight ratios as well as collagen deposition were significantly higher at each time point in SCI rats compared with controls (Figure 1, B and C), consistent with the fibroproliferative remodeling that is known to occur following obstruction (4, 16, 17). RNA was isolated from full-thickness bladder tissues and subjected to RNA-Seq to identify differentially expressed genes (DEGs). The heatmap and hierarchical clustering based on the top most variable genes in the whole dataset (18 samples) indicated 2 main clusters comprising control and spinal cord–injured samples. Distinct temporal differences were observed in which the 2-week controls were separated from the 8- and 16-week controls. This separation was also observed between the 2-week SCI subgroup from the 8- and 16-week SCI subgroup. (Figure 1D). The separation of spinal cord–injured and control groups based on DEGs was also confirmed by principal component analysis (PCA) (Figure 1E). DEG analysis identified 560, 2,192, and 2,084 DEGs in the bladder at 2, 8 and 16 weeks after SCI, respectively (Figure 1F). Comparing DEGs across time points revealed 20 upregulated and 125 downregulated genes shared across all 3 time points of SCI compared with their respective controls (Figure 1, G and H). Expression of a subset of DEGs was validated using NanoString analysis of RNA from control and SCI rat bladders at each of the 3 time points. Linear regression analysis showed strong correlation between RNA-Seq and NanoString data, as indicated by Pearson correlation coefficients and *P* values (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.180275DS1). This high concordance supports the robustness of the transcriptomic findings and supports the reproducibility of DEG identification over time after injury. Volcano plots (Supplemental Figure 1 D–F) and scatterplots (Supplemental Figure 1, G–I) identified DEGs at each time point that were both robustly expressed and regulated, suggesting they are biologically meaningful in the context of SCI.

To address transcriptomic similarities beyond direct comparisons at the gene level, we leveraged enrichment analyses using Gene Ontology (GO) terms for Biological Process (BP) and hierarchical clustering. These analyses identified “cellular response to DNA damage stimulus” and double-strand break repair, which increased in significance in a time-dependent manner (Figure 1I). Both terms were clustered in the top 10 clusters after hierarchical clustering analysis. Similarly, enrichment analysis using GO terms for molecular function and KEGG identified time-dependent changes in the fold enrichment of DNA modification terms such as “histone deacetylase binding”, “chromatin binding”, and “DNA transcription factor binding (Supplemental Figure 2A) as well as “Cell Cycle”, “p53 signaling”, and “Cellular Senescence” (Supplemental Figure 2, A and B). Enrichment analysis using GO terms for cellular compartment (CC) suggest these DNA-related changes are broadly affecting structures necessary for cell cycle maintenance (Supplemental Figure 2C). At 2 weeks after SCI, minimal enrichment was observed, with the majority of GO terms being in the CC category. By 8 and 16 weeks following SCI, an increase in the number of enriched DNA damage–related GO terms was identified, predominantly within the BP category, indicating a progressive involvement of DNA damage–related processes in the bladder over time following injury (Supplemental Figure 2D). Consistent with the neurogenic injury and known morphological changes in the bladder that arise following functional obstruction, Ingenuity Pathway Analysis (IPA) identified pathways related to wound healing (GP6 signaling, wound healing) and innervation (axonal guidance, neurotrophin/TRK signaling) among the significantly regulated pathways common to all 3 time points (Supplemental Figure 3, A–C).

### Inosine prevents SCI-induced transcriptome changes in detrusor and mucosa.

Next, we explored the effect of inosine treatment on the bladder transcriptome. Previous studies from our group have shown that chronic inosine treatment can mitigate NDO in spinal cord–injured rats independently of direct effects on muscle contractility (13, 18) (Supplemental Figure 4, A–C). Whereas SCI was associated with decreased levels of synaptophysin and the Ad fiber marker NF200 in the bladder wall, compared with noninjured controls, inosine treatment partially preserved synaptophysin and NF200 levels, consistent with its known neuroprotective activity (14) (Supplemental Figure 4, B and C). To investigate the effect of inosine in the SCI bladder at a molecular level, we performed transcriptomics analysis on bladder tissue from rats subjected to spinal cord transection and treated with inosine or vehicle for 8 weeks after injury (Figure 2A). We chose the time point of 8 weeks since the DEGs identified in the time-course analysis were comparable between 8 and 16 weeks, suggesting transcriptional changes following injury had stabilized. Consistent with previous findings from us and others (16, 19, 20), the bladder/body weight ratios in SCI rats were significantly higher than in control animals, primarily as a result of increased bladder weights following injury (*P* < 0.05 in each case; Figure 2B). 

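In the inosine experiment, rats with complete transection of the thoracic spinal cord received inosine, a purine nucleoside, at 225 mg/kg per day by intraperitoneal injection or the same volume of vehicle for 8 weeks (SCI-inosine and SCI-vehicle), and uninjured rats served as Control. Each of the 3 groups gave 3 libraries from detrusor, the smooth muscle layer of the bladder wall, and 3 from mucosa, 18 libraries in all. Ribosomal RNA was depleted from total RNA, all samples were sequenced as paired-end reads on 2 flow cells of 2 lanes each, and the authors added up the read counts of both flow cells. The authors deposited the number of reads counted on each of 32754 genes in each library, without normalization. Genes are listed by Ensembl rat identifier, and the files do not pair the identifiers with gene names. The paper's text does not name the aligner, the counting program, the genome build or the annotation. In detrusor, the total count per library ranged from 4101639 to 6163986 in Control (median 5368409), from 5087707 to 6575592 in SCI-vehicle (median 6322960) and from 5302340 to 6810496 in SCI-inosine (median 6514244). In mucosa, it ranged from 4475878 to 5632324 in Control (median 4663745), from 3787910 to 4973121 in SCI-vehicle (median 4174263) and from 3255012 to 4115953 in SCI-inosine (median 3845699). Detrusor SCI-inosine replicate 2 had counts on 14126 genes, whereas the other 8 detrusor libraries had counts on 16475 to 17842 genes. The counts were used as deposited. The 15740 genes with more than 1 CPM in at least 3 of the 18 libraries were tested, after scaling by edgeR's TMM method. Groups were compared within each tissue by edgeR's quasi-likelihood test, in which the 9 libraries of the tissue shared a single estimate of the spread. The biological coefficient of variation in these fits was 26.5% in detrusor and 20.0% in mucosa. Differentially expressed genes (DEGs) were genes with a Benjamini-Hochberg adjusted p-value under 0.05, which is the threshold in the paper's methods. The authors used DESeq2 for these comparisons, and the legend of Fig. 2C gives another rule, a P value under 0.05 with a log2 fold change beyond 0.5 in either direction. The filter, the tool and the threshold can each change the number of genes called.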

For transcriptomic analysis, RNA was isolated from representative detrusor and mucosa samples microdissected from bladders at the time of harvest (Figure 2A) and subjected to RNA-Seq. The detrusor comprises the smooth muscle responsible for bladder contractility, whereas the mucosa comprises the urothelium and underlying lamina propria. Our analysis pipeline is outlined in Supplemental Figure 4, D and E.

We first sought to test the effect of SCI on the transcriptome of detrusor and mucosa and the extent to which DEGs separate different samples and treatment groups from each other. 

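The 200 genes with the highest variance of log2 CPM over all libraries were clustered by average linkage on Pearson correlation, the method given in the paper's supplement. The first division of the tree placed all 9 detrusor libraries in one branch and all 9 mucosa libraries in the other, and the nearest library to each of the 18 came from the same tissue. Among all genes tested, 7003 (44.5%) differed between control mucosa and control detrusor with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test in a model of all 6 groups. Of these, 3666 were higher in mucosa and 3337 were higher in detrusor. Whatever their p-value, 1731 of the genes tested were more than 4-fold higher in mucosa and 812 were more than 4-fold higher in detrusor. Leaving out mucosa Control replicate 2 moved the number of differing genes most, to 5870.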

The heatmap and hierarchical clustering based on the top most variable genes in the whole dataset (18 samples) indicated 2 main clusters comprising detrusor and mucosa samples. All subgroups of SCI with or without inosine and controls were also clustered together indicating distinct effects of both injury and inosine treatment on the bladder transcriptome (Figure 2C). 

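Within the tissues, none of the 6 groups formed a branch of its own in the tree of the 200 most variable genes, and the nearest library belonged to the same group for 8 of the 18 libraries. With the 3770 genes that passed the rule of the Fig. 2C legend in at least 1 of the 6 comparisons, 2 of the 6 groups had a branch of their own, detrusor Control and mucosa Control. In that tree, the nearest library belonged to the same group for 16 of the 18 libraries. These 3770 genes were selected by comparing the same groups that the tree then arranged.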

The separation of detrusor from mucosa based on DEGs was also confirmed by PCA (Figure 2D). 

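In a PCA of the 200 most variable genes over all libraries, the first component held 87.3% of the variance and the second 7.11%. Detrusor libraries lay between -48.9 and -0.456 on the first component and mucosa libraries between 27.5 and 36.3, so the tissues did not overlap. The distance between a control detrusor and a control mucosa library over these genes was 78.9 ± 5.67 log2 units (SD, n = 9 pairs of libraries), against 17.0 ± 3.13 (SD, n = 3 pairs) between control detrusor libraries. The detrusor library closest to mucosa, at -0.456, was SCI-vehicle replicate 1.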

In the PCA, detrusor samples from vehicle-treated SCI rats clustered further from detrusor samples from inosine-treated SCI rats, which clustered close to controls. 

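Over the same genes, the centroid of the SCI-vehicle detrusor libraries lay 24.7 log2 units from the Control centroid and the centroid of the SCI-inosine libraries lay 23.2 from it. The SCI-vehicle and SCI-inosine centroids were 8.91 apart. Single SCI-vehicle libraries were 32.0 ± 16.9 from each other (SD, n = 3 pairs) and single SCI-inosine libraries 17.9 ± 3.23 (SD, n = 3 pairs), and a SCI-vehicle library was 23.1 ± 8.15 from a SCI-inosine library (SD, n = 9 pairs). A one-sided exact permutation test of the pseudo-F statistic gave p = 0.139 for the separation of the 3 groups (pseudo-F 2.00, 39 of the 280 ways to form 3 groups of 3 libraries), where 0.00357 is the smallest p it allows. For pairs of groups, the same exact test gave p = 0.1 for SCI-vehicle against Control (pseudo-F 2.42), p = 0.1 for SCI-inosine against Control (pseudo-F 5.17) and p = 1 for SCI-inosine against SCI-vehicle (pseudo-F 0.308), and 3 libraries against 3 cannot give a p below 0.1. Without SCI-vehicle replicate 1, the SCI-vehicle centroid lay 14.3 from Control and 14.7 from SCI-inosine, and the pseudo-F of the 3 groups rose to 3.29 (exact p = 0.0179). Without Control replicate 1 or Control replicate 2, the pseudo-F of the 3 groups was 1.24 (exact p = 0.336) and 1.32 (exact p = 0.329). The 314 abundant genes that were more than 4-fold higher in control mucosa stood, in SCI-vehicle replicate 1, at a median of 25.8% of the way from their control detrusor level to their control mucosa level. This share was 2.32% and 1.59% in the other SCI-vehicle detrusor libraries and between 3.94% and 10.4% in the SCI-inosine detrusor libraries.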

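Of the 200 most variable genes, 140 were more than 4-fold higher in control mucosa than in control detrusor, 59 were more than 4-fold higher in control detrusor, and 1 was neither. In mucosa, the centroids of these genes lay 13.4 log2 units apart for SCI-vehicle and Control, 12.9 for SCI-inosine and Control, and 7.52 for SCI-inosine and SCI-vehicle. Single mucosa libraries were 20.1 ± 7.65 apart between SCI-vehicle and Control, 20.2 ± 8.82 between SCI-inosine and Control and 14.6 ± 3.89 between SCI-inosine and SCI-vehicle (SD, n = 9 pairs each). Within the groups, they were 23.6 ± 10.0 apart in Control, 13.9 ± 4.28 in SCI-vehicle and 16.9 ± 5.86 in SCI-inosine (SD, n = 3 pairs each). Leaving out mucosa Control replicate 1 moved the SCI-vehicle and SCI-inosine centroids to 21.6 and 21.5 from Control. Leaving out mucosa Control replicate 2 brought the SCI-inosine centroid to 7.78 from Control.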

Using the top 200 genes did not separate mucosa samples in different treatment groups when compared with detrusor. However, when detrusor and mucosa samples were analyzed separately, we observed a complete separation of control mucosa, vehicle-treated SCI mucosa, and inosine-treated SCI mucosa (Figure 2D, upper right panel) using the same 200-gene set.

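In the PCA of the mucosa libraries alone over the same gene set, the first component held 76.7% of the variance. SCI-vehicle libraries lay between 2.35 and 6.45 on the second component, Control libraries between -3.96 and 0.568, and SCI-inosine libraries between -3.89 and -1.96. In the plane of the first and second components, a straight line parted the 3 SCI-vehicle libraries from the other 6, and no straight line parted Control or SCI-inosine from the rest. The one-sided exact permutation test of the 3 mucosa groups gave p = 0.382 (pseudo-F 1.06, 107 of 280 groupings). By pairs, it gave p = 0.3 for SCI-vehicle against Control, p = 0.4 for SCI-inosine against Control and p = 0.6 for SCI-inosine against SCI-vehicle, in each case an exact p. With the most variable genes chosen anew each time, the pseudo-F of the 3 groups was 3.12 without Control replicate 1 (exact p = 0.0857). It was 0.584 without Control replicate 2 (exact p = 0.725) and 0.694 without Control replicate 3 (exact p = 0.604).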

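In the comparison of SCI-vehicle with Control, 12 genes in detrusor and 0 in mucosa had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, and the smallest adjusted p-value in mucosa was 0.129. At an unadjusted p-value under 0.05, 2042 genes passed in detrusor (13.0% of those tested) and 1611 in mucosa (10.2%), where chance gives 5%. With a log2 fold change beyond 0.5 as well, 1458 and 1077 genes passed. The 3 SCI-vehicle libraries did not overlap with the 3 Control libraries for 20.5% of genes in detrusor and 15.9% in mucosa, against 10% by chance. Among the settings with an adjusted p-value, the number of DEGs moved most in detrusor with DESeq2, to 335, and in mucosa with edgeR's likelihood ratio test, to 103. The number in detrusor fell to 0 without Control replicate 1, Control replicate 2 or SCI-vehicle replicate 2, to 2 without SCI-vehicle replicate 3, to 4 without SCI-vehicle replicate 1 or SCI-inosine replicate 3, and to 5 without Control replicate 3. It rose to 20 without SCI-inosine replicate 1. The number at the unadjusted threshold in detrusor was 1257 without Control replicate 1 and 1165 without Control replicate 2, and in mucosa it was 919 without Control replicate 2 and 949 without SCI-vehicle replicate 2.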

In detrusor, SCI was associated with 1,582 DEGs whereas, in mucosa, 564 DEGs were detected when compared with their respective controls (Figure 2, E and F). Of these DEGs, 1,051 of 1,582 were upregulated and 531 of 1,582 were downregulated in detrusor of SCI-vehicle animals (Figure 2E and Supplemental Figure 5, A and B), whereas 196 of 564 were upregulated and 368 of 564 were downregulated in mucosa of SCI-vehicle animals (Figure 2F and Supplemental Figure 6, A and B). 

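Of the detrusor DEGs with an adjusted p-value under 0.05, 7 rose and 5 fell. At the unadjusted threshold, 1189 genes rose and 853 fell in detrusor, and 738 rose and 873 fell in mucosa. Without SCI-vehicle replicate 3, 917 rose and 493 fell in detrusor. Without Control replicate 1, 1007 rose and 952 fell in mucosa. Of the 1189 rising detrusor genes, 396 (33.3%) were more than 4-fold higher in control mucosa than in control detrusor, a class that held 11.0% of all genes tested. Among these DEGs, the gene with the largest rise in detrusor, ENSRNOG00000000525, was at 163.1 ± 24.1 CPM in Control and 660 ± 195 CPM in SCI-vehicle (SD, n = 3), a log2 fold change of 2.03 (standard error 0.22, adjusted p = 0.0251 by edgeR's quasi-likelihood test). Its adjusted p-value in that test was 0.108 without Control replicate 1, 0.182 without Control replicate 2 and 0.0910 without SCI-vehicle replicate 2, and it ranged from 1.57e-15 to 0.182 over the alternatives run for single genes, which were DESeq2, its size factors and leaving out each of the 6 libraries. ENSRNOG00000007338 rose from 73.6 ± 9.39 to 233 ± 61.5 CPM (SD, n = 3), a log2 fold change of 1.68 (standard error 0.21, adjusted p = 0.0277 by the same edgeR test). Its adjusted p-value was above 0.05 without any of the 3 Control libraries, SCI-vehicle replicate 2 or SCI-vehicle replicate 3, and the edgeR and DESeq2 values ranged from 2.94e-10 to 0.182. Of the DEGs that went down, ENSRNOG00000016156 fell by 1.65 on the log2 scale, the largest fall, from 266 ± 38.4 to 83.5 ± 15.0 CPM (SD, n = 3). Its adjusted p-value by edgeR's quasi-likelihood test was 0.0299, and it was above 0.05 when any of the 6 libraries was left out, with a range from 1.78e-08 to 0.182 over the same alternatives.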

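When SCI-inosine was compared with Control by edgeR's quasi-likelihood test, 46 genes in detrusor had an adjusted p-value under 0.05, of which 30 rose and 16 fell. No gene in mucosa passed this threshold (0 genes, smallest adjusted p-value 0.0616). At an unadjusted p-value under 0.05, 1224 genes rose and 921 fell in detrusor, 2145 in all. In mucosa, 371 rose and 416 fell, 787 in all, which is the number that chance alone gives among the genes tested. Without mucosa Control replicate 1, 659 rose and 433 fell, 1092 in all, and without mucosa Control replicate 2 the total was 606. The 3 SCI-inosine libraries did not overlap with the 3 Control libraries for 18.6% of genes in detrusor and 9.90% in mucosa, where 10% are given by chance. With a log2 fold change beyond 0.5 added to the unadjusted threshold, 1594 and 503 genes were left. DESeq2 gave 349 DEGs in detrusor and 17 in mucosa. The 46 detrusor genes became 0 without Control replicate 1, Control replicate 2, SCI-inosine replicate 2 or SCI-inosine replicate 3, 14 without SCI-vehicle replicate 2, 24 without SCI-vehicle replicate 3 and 100 without SCI-inosine replicate 1. Those at the unadjusted threshold were 1209 without Control replicate 1, 1337 without Control replicate 2 and 1406 without SCI-inosine replicate 2. The 921 of them that fell were 1442 without SCI-inosine replicate 1. Genes more than 4-fold higher in control mucosa made up 351 (28.7%) of the genes that rose in detrusor at this threshold. ENSRNOG00000016156 was at 88.9 ± 26.4 CPM in SCI-inosine detrusor (SD, n = 3) and fell by 1.58 on the log2 scale from Control (adjusted p = 0.0332 by edgeR's quasi-likelihood test). Its adjusted p-value was above 0.05 without Control replicate 1, Control replicate 2, SCI-inosine replicate 2 or SCI-inosine replicate 3, and ranged from 8.68e-08 to 0.129 over the alternatives run for single genes.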

In SCI-inosine animals, we identified 1,740 DEGs in detrusor (1,213 upregulated, 527 downregulated) and 287 DEGs in mucosa (181 upregulated, 106 downregulated) compared with controls (Figure 2, E and F; Supplemental Figure 5, C and D; and Supplemental Figure 6, C and D). 

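Genes were grouped by the definition in the Fig. 2 legend, DEGs in SCI-vehicle versus Control that were not DEGs in SCI-inosine versus Control. With an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 9 of the 12 detrusor DEGs of SCI-vehicle were also DEGs of SCI-inosine, in the same direction. Both comparisons share their controls, and 20 simulations in which neither group differed from Control gave 0 or 1 gene called in both. These simulations called at most 3 genes in SCI-vehicle, so they cannot tell how much overlap the shared controls produce. Of the 3 detrusor DEGs of SCI-vehicle that were not DEGs of SCI-inosine, 1 had risen with injury, and in mucosa there were 0 such genes. At an unadjusted p-value under 0.05, 640 genes in detrusor and 619 in mucosa rose in SCI-vehicle and were not called in SCI-inosine. With a log2 fold change beyond 0.5 as well, these were 495 and 449 genes. In the opposite direction of selection, 675 genes in detrusor and 252 in mucosa rose in SCI-inosine at the unadjusted threshold and were not called in SCI-vehicle.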

Our analysis revealed that the expression level of 510 genes in detrusor and 172 genes in mucosa that were upregulated with SCI was preserved after inosine treatment, showing expression comparable with that observed in control samples (Figure 2, E and F, upper middle panel). Similarly, the expression level of 304 genes in detrusor and 322 genes in mucosa that were downregulated with SCI was preserved with inosine treatment, with a level similar to that in control samples (Figure 2, E and F, lower middle panel). Collectively, these genes are considered to be inosine responsive. 

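Genes that fell in SCI-vehicle and were not called in SCI-inosine numbered 2 in detrusor and 0 in mucosa with an adjusted p-value under 0.05, and 401 and 667 at an unadjusted p-value under 0.05. Both directions together, 1041 genes in detrusor and 1286 in mucosa met the definition at the unadjusted threshold. In the direct comparison of SCI-inosine with SCI-vehicle, 157 of the 1041 detrusor genes (15.1%) and 339 of the 1286 mucosa genes (26.4%) changed back with an unadjusted p-value under 0.05 by edgeR's quasi-likelihood test. With DESeq2 at an adjusted p-value under 0.05, which moved these counts most among the adjusted settings in detrusor, 194 detrusor genes met the definition, and edgeR's likelihood ratio test gave 98 in mucosa. The median log2 change from Control, taken in the direction of the SCI-vehicle change, went from 0.63 in SCI-vehicle to 0.31 in SCI-inosine for the detrusor genes, and from 0.63 to 0.23 for the mucosa genes. A smaller change in SCI-inosine is built into the selection of these genes. The median ratio of the SCI-inosine change to the SCI-vehicle change was 54.9% in detrusor and 38.9% in mucosa. Simulated data without an effect of inosine, scaled to match the number of SCI-vehicle calls, gave 48.9% to 51.7% and 44.5% to 49.2%. Without scaling, which gave more calls than the data, the ratio was 51.9% to 55.4% and 49.9% to 53.4%. With neither group different from Control, which gave fewer calls, it was 36.4% to 43.0% and 35.9% to 44.9%. The ratios alone therefore do not decide on an effect of inosine. For 95.0% of the detrusor genes and 89.7% of the mucosa genes, the SCI-inosine change kept the direction of the SCI-vehicle change, against 83.2% to 89.5% and 83.1% to 87.5% in simulated data where neither group differed from the shared controls. With SCI-inosine drawn like SCI-vehicle, the simulated shares were 92.5% to 94.8% and 89.2% to 93.4% with scaling. They were 94.3% to 96.6% and 93.6% to 95.8% without it. The adjusted count of 3 detrusor genes became 0 without Control replicate 1, Control replicate 2, SCI-vehicle replicate 2 or SCI-vehicle replicate 3, 1 without Control replicate 3 or SCI-vehicle replicate 1, 5 without SCI-inosine replicate 1 and 11 without SCI-inosine replicate 2. The unadjusted count in detrusor was 610 without Control replicate 2, 674 without SCI-vehicle replicate 3 and 1828 without SCI-inosine replicate 2. In mucosa, it was 734 without Control replicate 2, 700 without SCI-vehicle replicate 2 and 1986 without SCI-vehicle replicate 3. From genes that are dysregulated in SCI-vehicle versus Control and not differentially regulated in SCI-inosine versus Control, the paper reasons that their expression returned to or stayed at the control level with inosine, and calls them inosine responsive.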

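With an adjusted p-value under 0.05, 0 genes met the definition of inosine responsive in both tissues. At an unadjusted p-value under 0.05, 104 genes did so with the same direction in detrusor and mucosa, and 42.2 would be expected if the lists of both tissues were independent. A further 52 genes met the definition with opposite directions, where 42.9 would be expected. Adding a log2 fold change beyond 0.5 left 78 genes with the same direction, against 22.1 expected, and 36 with opposite directions, against 22.3 expected. DESeq2 gave 1 such gene, and edgeR's likelihood ratio test gave 2, at an adjusted p-value under 0.05. Of 100 splits of the injured libraries into vehicle and inosine, the real one included, 7 gave at least 104 genes at the unadjusted threshold. The excess over independent lists is therefore not proof of an effect of inosine.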

Among the inosine-responsive genes, 29 were present in both detrusor and mucosa. These included 18 that were upregulated with injury but maintained at control levels with inosine treatment such as *Rbm47*, *Slc35d3*, and *Coq7* (Figure 2, E and F, and Supplemental Figure 7) and 11 that were downregulated with injury but were maintained at control levels with inosine (*Cenpf*, *Adamts12*, *Rassf4*) (Figure 2, E and F, and Supplemental Figure 7). 

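The genes shared by both tissues at an unadjusted p-value under 0.05 were 86 that rose with injury, where 25.2 would be expected, and 18 that fell, where 17.0 would be expected. With the log2 fold change added, 68 rose against 14.1 expected and 10 fell against 8.00 expected. These expected numbers take the tissues as independent, and 7 of 100 splits of the injured libraries gave at least 104 shared genes. The splits were not counted by direction. Because the files do not pair identifiers with names, the named genes were not analysed here.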

Notably, some of these genes, including *Cenpf*, *Coq7*, *Rbm47*, *Rpl*, and solute carrier family (*Slc*) genes, were previously identified as inosine-responsive in neurons (21, 22), consistent with a conserved mechanism of action of inosine across different tissues.

### Inosine modulates growth- and innervation-associated pathways following injury.

Next, we performed canonical pathway analysis to identify regulatory pathways altered in detrusor and mucosa following injury and their sensitivity to inosine treatment. The top pathways in the detrusor of SCI-vehicle versus control included EIF2 signaling, complement system, axonal guidance signaling, synaptogenesis signaling, and mTOR signaling (Figure 3A). Given their roles in regulation of protein synthesis and translational control, the emergence of EIF2 and mTOR signaling is consistent with the hypertrophy of the bladder observed following SCI. Circos plots revealed that the EIF2 signaling pathway was enriched for multiple genes encoding ribosomal proteins in agreement with its role in regulation of protein synthesis and translational control, whereas the complement system pathway harbored genes encoding complement factors and regulators (Figure 3C). Similarly, identification of axonal guidance, synaptogenesis and complement system pathways is consistent with the neuroplasticity evident in the bladder following SCI (reviewed in refs. 23, 24). To further explore the regulatory landscape, we conducted an analysis to identify the genes most frequently represented within the top 20 regulated pathways in the detrusor of vehicle-treated SCI versus controls. Genes enriched in these pathways included *Rap2b*, *Prkd1*, *Adcy3*, *Adcy7*, *Camk4*, *Arpc1b*, and *Itpr3*, suggesting their involvement in the molecular mechanisms underlying the response of the bladder to SCI (Figure 3, B and D, Supplemental Figure 8A, and Supplemental Figure 9A).

Enriched pathways in the detrusor of SCI-inosine versus SCI-vehicle included several related to immune cells including type 1 and 2 Th cells (Figure 3, E and G). In agreement with these findings, inosine has been implicated previously in regulation of immune cell signaling (25–27). The genes most frequently represented in the top regulated pathways included *Pik3cg*, *Pik3cd*, *Pik3c3*, *Pik3r5*, and *Prkch* (Figure 3, F and H), several of which have been linked to immune cell regulation (28–31). Notably, pathways that were implicated in detrusor following injury such as EIF2 signaling, mTOR signaling, and complement system were no longer enriched in detrusor following inosine treatment (Supplemental Figure 8, A and B, and Supplemental Figure 9, A and B). Therefore, processes regulated by such pathways following SCI, including protein synthesis, and cytoskeletal regulation appear to be sensitive to treatment with inosine.

Comparison of top pathways enriched in the detrusor of SCI-inosine versus Control revealed several related to inflammation and immune cell biology such as IL-8 signaling, leukocyte extravasation signaling, complement system, antigen presentation pathway, and Fcg receptor–mediated phagocytosis in macrophages and monocytes (Figure 3, I and K). The genes most frequently represented in the top regulated pathways included *Pik3cg*, *Ralb*, *Mapk8*, *Plcg2*, *Prkca*, *Prkch*, *Prkd1*, *Camk4*, *Nfkbib*, and *Ikbke*, indicating their involvement in the regulation of those identified pathways (Figure 3, J and L, Supplemental Figure 8C, and Supplemental Figure 9C).

The top regulated canonical pathways identified in the mucosa of SCI-vehicle versus Control included GP6 signaling, axonal guidance signaling, inhibition of matrix metalloproteases, noradrenaline, and adrenaline degradation, and several related to oxidative stress (Figure 4A). GP6 signaling regulates wound healing, and the pathway was enriched in multiple collagen-related genes as well as those linked to inflammation. The Axonal Guidance signaling pathway was enriched in genes such as *Ephb2*, *Robo2*, and *Semas* as well as regulators of ECM turnover such as *Adam* and *Mmp* family members (Figure 4B), all of which have been implicated in regulation of axon guidance during development (reviewed in ref. 32). The genes most frequently enriched among the top 20 regulated pathways in mucosa of vehicle-treated SCI rats versus controls included *Aldh1a3*, *Prkcq*, *Aldh3a1*, *Nfatc4*, *Ccnd1*, *Cdk6*, *Fcer1g*, *Mmp14*, *Mmp15*, *Mmp2*, and *Mmp23b*. Enrichment of these genes signify their potential importance in the biological processes underlying the observed pathway alterations, highlighting their potential roles as key players in the mucosa in response to SCI (Figure 4, C and D, Supplemental Figure 10A, and Supplemental Figure 11A).

Analysis of data from mucosa of SCI-inosine versus SCI-vehicle identified ILK signaling, axonal guidance signaling, p38 MAPK signaling, inhibition of matrix metalloproteases, and semaphorin signaling in neurons (Figure 4E) as the most significantly enriched. Genes enriched in ILK signaling included those encoding regulators of the cytoskeleton and contractility (*Actg1*, *Actn1*, *Cfl1*, *Fn1*, *Itgb8*, *Myh6*, *Rhob*, *Rhoc*, *Rhoj*, *Vcl*) as well as transcription factors (*Atf4*, *Jun*) (Figure 4, F and G). The genes most frequently represented within the top 20 regulated pathways in the mucosa of inosine-treated SCI rats compared with vehicle-treated animals included *Jun*, *Cd247*, *H2-Eb2*, *Hla-A*, *Hla-Dra*, *Atf4*, *Ptgs2*, *Rhob*, *Rhoc*, and *Rhoj* (Figure 4H, Supplemental Figure 10B, and Supplemental Figure 11B). Pathways no longer enriched in mucosa following inosine treatment included those related to oxidative stress and p38 MAPK signaling in agreement with the known antioxidant activity of inosine (reviewed in ref. 33). While GP6 Signaling still showed some level of enrichment, this was substantially reduced in mucosa following inosine treatment. These findings suggest that processes such as wound healing and ECM turnover and neurotransmitter regulation in the mucosa are sensitive to inosine treatment following SCI.

Pathway analysis of data from mucosa of SCI-inosine versus Control identified ILK signaling, caveolar-mediated endocytosis signaling, and several pathways related to cell-cell junctions (epithelial adherens junction, tight junction) as the most significantly enriched (Figure 4I). Genes enriched in ILK Signaling included those encoding regulators of the cytoskeleton and contractility (*Actg1*, *Actn1*, *Cfl1*, *Fn1*, *Itgb8*), whereas genes enriched in caveolar-mediated endocytosis signaling included *Flna*, *Flnc* and those encoding integrin subunits (*Itga1*, *Itga3*, *Itgb6*, *Itgb8*) (Figure 4, J and K). The genes most frequently represented within the top 20 regulated pathways in the mucosa of inosine-treated SCI rats compared with controls included those encoding cytoskeletal proteins and their regulators (*Acta1*, *Acta2*, *Actg2*, *Myl9*, *Limk1*), mediators of signal transduction (*Mapk13*, *Rras2*, *Adcy1*, *Adcy5*, *Prkcb*), and transcription factors implicated in bladder remodeling (*Jun*, *Fos*) (34, 35) (Figure 4, J and L, Supplemental Figure 10C, and Supplemental Figure 11C).

To better visualize the changes in canonical pathways with injury and their sensitivity to inosine treatment, we combined the 3 comparisons (SCI-vehicle versus Control; SCI-inosine versus SCI-vehicle and SCI-inosine versus Control) on a single graph for each tissue (Figure 5). In detrusor, the pathways most significantly perturbed by injury and sensitive to inosine treatment included those related to complement system, EIF2 signaling, axonal guidance and synaptogenesis, and GP6 signaling (Figure 5A). In mucosa, the pathways most significantly perturbed by injury and sensitive to inosine treatment included GP6 signaling, noradrenaline and adrenaline degradation, and those related to oxidative stress (fatty acid oxidation, glutathione redox reactions, and others) (Figure 5B). Collectively, these pathways emphasize the impact of SCI on processes related to wound healing and tissue remodelling (EIF2 and GP6 signaling) as well as innervation and neurotransmission (axonal guidance, synaptogenesis, noradrenaline and adrenaline degradation and complement system) in the bladder wall. This analysis also highlights the distinct responses of detrusor and mucosa to SCI and their sensitivity to inosine treatment.

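The difference between the tissues was tested itself, as an interaction in one model of all 18 libraries. The change from Control to SCI-vehicle differed between detrusor and mucosa for 19 genes with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, more positive in detrusor for 18 and in mucosa for 1, and for 1731 genes (11.0%) at an unadjusted p-value under 0.05. The change from SCI-vehicle to SCI-inosine differed for 0 genes with an adjusted p-value under 0.05, and for 609 (3.87%) at an unadjusted p-value under 0.05. Among the settings with an adjusted p-value, DESeq2 moved the injury interaction most, to 183 genes, and left the inosine interaction at 0. In all 19 genes, the change had opposite directions in the tissues, which a selection by interaction favors, and the median log2 fold change was 0.88 in detrusor and -0.63 in mucosa. The number fell to 1 without detrusor Control replicate 1, detrusor Control replicate 2, detrusor SCI-vehicle replicate 3, mucosa Control replicate 2 or mucosa SCI-vehicle replicate 1. It was 2 without mucosa Control replicate 3, 3 without mucosa Control replicate 1 or mucosa SCI-vehicle replicate 3, 5 without detrusor SCI-vehicle replicate 2 and 6 without detrusor SCI-inosine replicate 3. It was 7 without mucosa SCI-inosine replicate 2, 8 without mucosa SCI-inosine replicate 3, 9 without mucosa SCI-vehicle replicate 2 and 12 without mucosa SCI-inosine replicate 1, and it rose to 44 without detrusor SCI-vehicle replicate 1 and to 95 without detrusor Control replicate 3. The smallest adjusted p-value, 0.00107 by the same edgeR test, was that of ENSRNOG00000000525, with a log2 difference of 3.19 between the tissues (standard error 0.35). In mucosa, this gene was at 115 ± 19.8 CPM in Control, 51.0 ± 15.7 in SCI-vehicle and 112 ± 22.8 in SCI-inosine (SD, n = 3), and fell by 1.20 on the log2 scale with injury. In SCI-inosine detrusor it was at 463 ± 65.6 CPM (SD, n = 3).

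**Figure D1:**
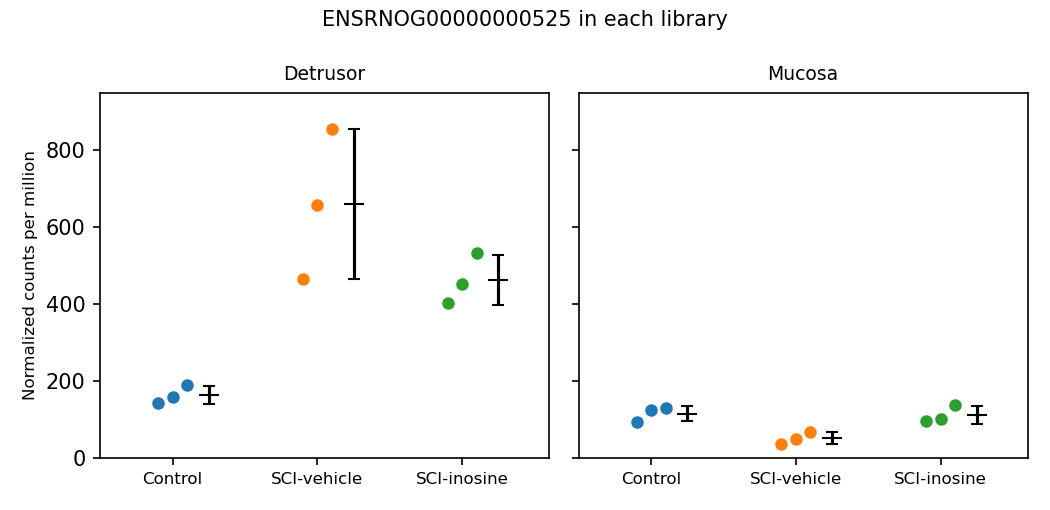
CPM of ENSRNOG00000000525, scaled by TMM, in each library of Control, SCI-vehicle and SCI-inosine in detrusor (left) and mucosa (right). Points are libraries, and the bars give the mean and SD of the 3 libraries. In detrusor, SCI-vehicle libraries lie between 466 and 856 CPM, above the Control libraries at 142 to 189, and in mucosa SCI-vehicle libraries lie between 36.3 and 67.5 CPM, below the Control libraries at 92.5 to 129.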

### Master regulator analysis implicates an inosine-sensitive DNA damage response following SCI.

Following the identification of differentially regulated genes and pathways associated with SCI, we next aimed to identify master regulators that were predicted to drive the observed changes in gene expression with injury and to predict their potential modulators. To accomplish this, we used upstream regulator (UR) and causal network (CN) approaches in IPA (36) to predict the most significant URs and expose causal relationships associated with genes including regulators that are directly and indirectly connected to targets in our dataset.

UR analysis of data from vehicle-treated SCI detrusor versus control predicted TP53 and MYC as the transcriptional regulators with the most significant *P* values of overlap and activation *z* scores > 2. CN analysis, which provided additional insights into putative master regulators, predicted TRRAP as the most significant transcriptional regulator (*z* score, 2.838; *P* value of overlap, 1.39 × 10^–34^) from DEGs from vehicle-treated SCI detrusor versus control (data not shown). TRRAP encodes a member of the PIKK family of PI3K-related kinases — including DNA-PKcs, ATM, and ATR — that senses and responds to DNA damage (37). TRRAP is known to interact with TIP60, which was predicted as significantly activated in our data (*z* score, 3.619; *P* value of overlap, 6.3 × 10^–30^) and has been implicated in DNA repair (38). The identification of regulators of DNA damage is consistent with findings from the time course analysis.

We also used CN analysis to identify potential modulators of the observed gene expression changes. Since our goal was to identify agents that could form the basis of treatments, we focused on endogenous chemicals, with the rationale that these would tend to be well tolerated in vivo (Figure 6). Analysis of vehicle-treated SCI detrusor versus control predicted inosine as the most significant endogenous chemical (*z* score = –1.53, *P* value of overlap = 1.14 × 10^–29^) (Figure 6A). The negative *z* score indicated that inosine was predicted to inhibit the corresponding networks. By interrogating the putative targets, we inferred that inosine lies upstream of poly-ADP ribose phosphorylase-1 (PARP1) within the detrusor following SCI. The molecules downstream of PARP1 were found to be activated, leading us to conclude that PARP1 is activated in the bladder following SCI (Figure 6C). Predicted targets of PARP1 included the stress-activated kinases *Jnk* and *p38 Mapk*, the DNA damage–associated kinase *Prkdc* (DNA-PK), NF-κB family members (*Ikbkg*, *Nfkb* and *Rela*), and *Tp53*, among others (Figure 6C), further emphasizing the link to DNA damage. Interestingly, CN analysis also predicted inosine to activate a distinct downstream network (*z* score = 4.264; *P* value of overlap = 5.37 × 10^–16^), that was nonoverlapping with the PARP1-regulated network (data not shown). The predicted targets in this inosine-activated network include complement factors, the annexins *Anxa1* and *Anxa3*, and genes encoding actin-binding proteins such as *Arpc1b* and *Lcp1*. The prediction of both inosine-inhibited and inosine-activated networks by CN analysis suggests that SCI itself modulates inosine metabolism in the bladder.

UR analysis of vehicle-treated SCI mucosa versus control predicted *Myc*, *Spdef*, *Smad7*, and *Ppargc1a* as transcriptional regulators with the most significant *P* values of overlap and activation *z* scores > 2 (data not shown). CN analysis of DEGs from vehicle-treated SCI mucosa versus control predicted one of the most significant regulators in mucosa to be the *Ddb1/Cul4/Rbx1* complex, which is known to regulate DNA damage response signaling (39). Among the endogenous chemicals, sphingosine-1-phosphate (S1P) emerged as the most significantly altered (*z* score = –0.659; *P* value of overlap = 3.97 × 10^–15^) (Figure 6B). Sphingosine kinase 1, which generates S1P from sphingosine, was also predicted to be inhibited (*z* score = –2.157; *P* value of overlap = 1.9 × 10^–15^) in agreement with the predicted decrease in S1P. Consistent with findings in detrusor, S1P has been linked in prior studies to modulate the response to DNA damage in neurons (40). Bioinformatics analysis was used to predict functional relationships between S1P and downstream genes, suggesting that S1P inhibits *Adcy*, *Hdac*, and *Mtor*. In addition, S1P was predicted to be involved in the regulation of multiple molecules, including *Akt1*, *Chuk*, *Creb1*, *Egfr*, and *Erk* (Figure 6D).

The UR analysis of detrusor and mucosa tissues from SCI rats without and with inosine treatment revealed overlapping themes with the earlier time-course analysis (2, 8, and 16 weeks after SCI). Both studies highlighted the central role of DNA damage response signaling, ECM remodeling, and inflammation in SCI-associated alterations within the bladder wall. Notably, *Tp53* emerged as a key regulator in both datasets, emphasizing its role in the response to DNA damage. Similarly, *Myc* was predicted as a significant transcriptional regulator across mucosa and detrusor, underscoring its contribution to cell proliferation and stress responses. DNA damage response pathways were further implicated through the activation of *Trrap* and *Tip60* in the detrusor. Moreover, common molecular mediators, such as ERK, Akt, and MAPKs, were found to play overlapping roles in cellular signaling, inflammation, and tissue remodeling. Additionally, contributors to ECM remodeling (e.g., Col1a1 and Cxcl12) were prominent in both datasets, reinforcing the central theme of dysregulated wound healing, fibrosis, and inflammation following SCI.

### Inosine attenuates oxidative stress and DNA damage in the bladder following SCI.

To test the prediction that the DNA damage response is enriched in the bladder wall following SCI, rat bladder tissues were stained for phospho-ATM substrates, indicative of ATM activation; γH2AX, the target of activated ATM; and poly-ADP-ribose (PAR), a marker of PARP activity. The extent and intensity of signal for γH2AX (Figure 7, A–C), PAR (Figure 7, D–F), and pATM substrate (Figure 7, G–I) were induced significantly by SCI compared with control (*P* < 0.05). Notably, a similar induction of PAR and γH2AX signal was observed in bladder sections of patients with neurogenic bladder compared with controls (Supplemental Figure 12, A–F). In contrast, signals for γH2AX and PAR were significantly attenuated in tissues from SCI rats treated with inosine (*P* < 0.05). To validate the prediction from canonical pathway analysis that oxidative stress–associated pathways were enriched following injury, we assessed the level of malonyldialdehyde (MDA), a marker of lipid peroxidation, in the bladder. We verified a time-dependent increase in oxidative stress in the bladder wall (Figure 8A), as shown by increased MDA levels at 2 and 8 weeks after SCI versus controls. Expression of DNA damage–related genes including *Chk2*, *Rad50*, and *Xpc* was also increased at 8 weeks after SCI (*P* < 0.05) (Figure 8B). We further explored the relationship between oxidative stress and DNA damage in vitro by measurement of lipid peroxidation, DNA damage–related genes and proteins, and DNA damage directly via comet assay in rat bladder cells exposed to H_2_O_2_ to evoke oxidative stress (Supplemental Figure 14, A–E). Increased signal for MDA and DNA damage, as shown by significant increases in comet length and tail length, were evident in H_2_O_2_-treated cells, both of which were attenuated with inosine (*P* < 0.05) (Figure 8, C, E, and F). Moreover, changes in the comet assay were paralleled by changes in biochemical markers of DNA damage including pATM, γH2AX, and PAR (Figure 8D). Taken together, these observations demonstrate that SCI is associated with an oxidative stress–induced DNA damage response that is attenuated with inosine treatment.

### Proteomics analysis reveals enrichment of EIF2, oxidative stress, and neuronal signaling after SCI.

To augment our findings from the transcriptomics analysis, we also performed quantitative proteomics analysis on full-thickness bladder samples obtained from the time-course experiment. Analysis of differentially expressed proteins using IPA revealed 296 canonical pathways that were significantly regulated at 8 weeks following SCI compared with control. The top enriched pathways included those linked to protein synthesis such as regulation of eIF4 and p70S6K signaling, EIF2 and mTOR, as well as those related to oxidative stress, including NRF2-mediated oxidative stress response, oxidative phosphorylation and mitochondrial dysfunction (Figure 9A). Enrichment for pathways driving protein synthesis is consistent with the profound increase in bladder/body weight ratio observed following SCI, whereas those associated with oxidative stress reflect our demonstration of increased MDA levels in the bladder wall after injury. Consistent with the neurogenic origin of injury, pathways related to neuronal function were also enriched in the proteomics data, including reelin signaling in neurons, which is closely tied to the regulation of neurogenesis, neuronal migration, and synaptic plasticity (41); Axonal Guidance Signaling implicated in regulating neuronal guidance during development; and CDK5 Signaling, which plays a pivotal role in orchestrating neuronal cell cycle progression, synaptic plasticity, and neuronal development (42). Interestingly, CDK5 has been implicated in the response to DNA damage (43) consistent with the increased ATM activation, γH2AX, and PAR staining in the bladder following SCI. Some of these pathways including EIF2 signaling, mitochondrial dysfunction, NRF2-mediated oxidative stress response and sirtuin signaling were also enriched at 2 and 16 weeks after injury (data not shown), highlighting their relevance to both acute and chronic neurogenic bladder pathology. Additional pathways enriched across the time-course included those related to integrin, actin cytoskeleton and RhoGDI signaling, reflecting ongoing cytoskeletal remodeling and altered contractility following injury, as well as sirtuin signaling pathway and PPARα/RXRα activation, suggesting alterations in inflammation and metabolism following SCI.

Assessment of the top proteins regulated in multiple pathways revealed significant enrichment of multiple MAPK family members at all time points within the regulated pathways, including MAPK1, MAPK3, MAP2K1, MAP2K2, MAP2K4, and MAPK14 (Figure 9, B and C), implicating activation of MAPK signaling in response to SCI. In addition to identification of the ERK/MAPK signaling pathway among the top regulated canonical pathways, MAPK family members were also highly represented in a majority of the top 20 regulated pathways including regulation of eIF4 and p70S6K signaling, NRF2-mediated oxidative stress response, reelin signaling in neurons, signaling by Rho family GTPases, and mTOR signaling (Figure 9D), among others.

To gain a greater understanding of pathway regulation in the context of SCI, we compared the significantly regulated pathways identified from proteomics analysis of full-thickness bladder samples with those identified from transcriptomics analysis of separated detrusor and mucosa from bladders at 8 weeks following SCI, and we identified considerable overlap between them (Supplemental Figure 15A). Ten pathways were common among all 3 datasets, including axonal guidance signaling, GP6 signaling, and glutathione redox reactions. Furthermore, 15 pathways were matched exclusively between those identified by proteomics of whole bladder and those enriched in the mucosa, as determined by RNA sequencing. These included HIF1α signaling, superoxide radicals degradation, fatty acid β-oxidation and pathways related to inflammation and immune cell function. In the detrusor, 49 pathways exhibited exclusive intersection with those identified by proteomics of the whole bladder and those identified by RNA-Seq. Taken together, this integrated analysis identified important regulators of the bladder tissue response to SCI as well as potential therapeutic targets but also uncovered distinct responses within the detrusor and mucosa. These latter differences, together with the differing sensitivity of detrusor and mucosa to inosine, warrant further investigation, as they are likely to reveal cell type–selective functions in the context of injury.

## Discussion

In this study, we described temporal changes as well as the effect of inosine treatment on the molecular landscape of the bladder following SCI in rats, and applied a multi-omics approach to obtain insights into both neurogenic bladder pathobiology and mechanisms of inosine action. In addition to comprehensive profiling at both the transcriptomic and proteomic level over time, this study provides the following key findings. We demonstrate DNA damage response signaling in neurogenic bladder and its attenuation with inosine treatment. We also observed similar increases in γH2AX and PAR in human neurogenic bladder specimens, highlighting the potential translational relevance of this study. Integrated transcriptomic and proteomic analyses highlighted the enrichment of canonical pathways for cell stress and wound healing following SCI, including EIF2 signaling, GP6 signaling, mitochondrial dysfunction, and oxidative stress. Together, these findings highlight key molecular features of the tissue landscape following injury and identify potential targets for therapeutic intervention.

Oxidative stress is known to arise early in the bladder after SCI. Loss of normal innervation to both the bladder and external urethral sphincter results in detrusor-sphincter dyssynergia, with the ensuing functional obstruction leading to increased pressure within the bladder during filling, thereby altering blood flow and resulting in transient ischemia/hypoxia and oxidative stress (44, 45). Published reports have described increases in reactive oxygen species (ROS) in urothelial cells as early as 3 days after injury (46). In support of a causative relationship between oxidative stress and DNA damage following SCI, we now show an increase in lipid peroxidation in the bladder with injury that coincides with the presence of DNA damage markers. Moreover, DNA damage is evoked in rat bladder cells exposed to H_2_O_2_ and paralleled by increases in DNA damage markers. These observations are consistent with reports showing that persistent DNA damage can in turn evoke oxidative stress (47), suggesting the existence of a feed-forward loop that drives pathologic changes in the bladder in the setting of ongoing obstruction. Of particular interest to us was the prevention of DNA damage in tissues of inosine-treated animals and in cells exposed to H_2_O_2_ that were cotreated with inosine. Inosine is a known antioxidant, an activity related in part to its metabolism to urate, a scavenger of reactive oxygen and reactive nitrogen species (reviewed in ref. 14). Consistent with this, one of the genes identified as inosine-sensitive in both detrusor and mucosa was *Coq7* (coenzyme Q7), which encodes the mitochondrial enzyme CLK-1, implicated in cellular respiration. *Coq7* was induced in the bladder in response to SCI but was maintained at control levels in tissues from inosine-treated animals. In previous studies, decreased CLK-1 levels were associated with attenuation of mitochondrial oxidative stress in models of accelerated aging (48). Moreover, the neurodegeneration-inhibiting agent clioquinol was found to act through inhibition of CLK-1 in cell and animal models (49). CLK-1–mediated signaling has also been shown to regulate stress responses in mitochondria, including the metabolism of ROS and the unfolded protein response (50), both of which have been implicated in bladder dysfunction of both neurogenic and nonneurogenic origin (46, 51, 52). Our data, showing enrichment of pathways related to EIF2 signaling, oxidative stress, and mitochondrial dysfunction, extends these prior observations and provides additional insights into mechanisms of inosine action.

Consistent with the enrichment of oxidative stress–associated pathways and DNA damage, SCI was also associated with a net increase in PAR signal in the bladder, suggesting activation of PARP, itself attenuated with inosine treatment. Purines, including inosine, have been shown previously to inhibit PARP1 activity under cell-free conditions and in cultured macrophages exposed to peroxynitrite (53). In that study, Virag and Szabo showed that the inosine metabolite, hypoxanthine, was more potent at inhibiting PARP than inosine and conferred greater cytoprotection of macrophages exposed to oxidative stress compared with inosine (53). These observations are in contrast to findings in the lower urinary tract where hypoxanthine has been implicated in damage to the bladder with age (54, 55). Inhibition of purine nucleoside phosphorylase (PNPase), the enzyme that converts inosine to hypoxanthine, in aged rats, was associated with improvement in bladder morphology and function (54). These included mitochondrial damage, oxidative stress, and voiding dysfunction, all of which are also evident in neurogenic bladder following traumatic SCI in spite of the distinct etiology. Analysis of our proteomics data revealed a significant increase in levels of PNPase in bladder tissue from rats with SCI (Supplemental Figure 15B), consistent with the possibility of increased inosine metabolism to hypoxanthine and its associated deleterious effect on tissue following injury. Taken together, these findings support the concept that bladder homeostasis is influenced by the balance between protective and toxic purines as exemplified by inosine and hypoxanthine, respectively (54). Furthermore, they reinforce the idea that increasing inosine levels, whether by exogenous administration as described by us (13) or by inhibition of inosine metabolism to hypoxanthine (54), represents an effective therapeutic approach to prevent the adverse consequences of injury to the bladder.

In addition to functional modulation of downstream effectors by ADP-ribosylation, PARP uses NAD^+^ as the substrate for generation of ADP-ribosyl moieties. As a result, PARP activation leads to NAD^+^ depletion, thereby exacerbating cellular stress (56), whereas PARP inhibition prevents NAD^+^ depletion and its deleterious consequences. Restoration of NAD^+^ levels either through direct supplementation with NAD^+^ or by administration of precursors such as nicotinamide riboside (NR) has shown benefit in aging and neurodegenerative models (reviewed in ref. 57). Metcalfe and colleagues showed that administration of NR led to improved recovery of motor control in rats with midthoracic SCI, by preserving neurons within the spinal cord itself (58). Canonical pathways identified in our analysis include several that are sensitive to NAD^+^ modulation. These include EIF2 signaling, indicative of ER stress, activation of which has been linked to NAD^+^ depletion, oxidative stress–related pathways including mitochondrial dysfunction known to be exacerbated by NAD^+^ depletion, and immune cell signaling (59, 60). Notably, inosine administration has been shown to preserve NAD^+^ levels (61) and to mediate antiinflammatory effects of elevated NAD^+^ (62) in settings of systemic inflammation. The marked effect of inosine administration on DNA damage response endpoints and cell stress pathways observed in our model suggests that inosine may act, at least in part, through the preservation of NAD^+^ levels.

A major finding in this study is the attenuation of DNA damage response signaling, as well as pathways related to cell stress (EIF2 signaling, oxidative stress, GP6 signaling, mitochondrial dysfunction) in tissues from inosine-treated versus vehicle-treated animals. Although we demonstrate direct effects of inosine on oxidative DNA damage in bladder cells in vitro, suggesting that inosine can act locally, we cannot exclude the possibility that the transcriptomic and proteomic changes captured in bladder tissues in vivo reflect inosine activity at sites other than the bladder, such as the spinal cord, that in turn improve bladder health. In support of this possibility, PARP inhibition was shown to reduce neuronal apoptosis within the spinal cord itself and promote recovery of hindlimb function, albeit acutely, in rodent models of SCI (63–66). Distinguishing between local effects of inosine in the bladder versus distant sites is a focus of ongoing studies.

A major strength of this study is the integrated analysis of transcriptomics and proteomics data, which identified several pathways that were regulated in a concordant manner following SCI. These included EIF2 signaling, NRF2-mediated oxidative stress response, RhoA signaling, actin cytoskeleton signaling, GP6 signaling, and protein kinase AsSignaling, a number of which were attenuated in tissues from inosine-treated animals. Alterations in EIF2 signaling are central to the integrated stress response that mediates compensatory changes in protein synthesis in cells and tissues exposed to injury thereby enabling recovery and repair. However, although beneficial early after injury, sustained activation of the ISR has been associated with damaging consequences in a variety of disease settings, leading to a search for strategies to inhibit EIF2 signaling to prevent the ISR from becoming maladaptive (reviewed in ref. 67). Notably, ribosomal proteins associated with EIF2 signaling that were identified as significantly altered in SCI-vehicle versus control samples, were attenuated in samples from inosine-treated animals, further supporting the beneficial ability of inosine to reduce the integrated stress response (Supplemental Figure 16, A and B). EIF2 signaling has been implicated in pathological changes in the brain and spinal cord neurons following injury, with eIF2α phosphorylation, central to the ISR, increased early after injury in parallel with emergence of morphological and functional deficits (68, 69). In contrast, inhibition of EIF2 signaling using the small molecule ISRIB was associated with both histological and functional improvements. Thus, inhibition of EIF2 signaling with inosine is predicted to achieve similar neuroprotective benefits in the bladder, consistent with our prior findings (13).

There are several limitations in our study. All analyses were performed in male rats to enable comparison with previous studies conducted by our group (13, 16, 18), potentially limiting applicability of the findings to both sexes. We also lack proteomics data from separated detrusor and mucosa and the response of the proteome to inosine, such that we cannot assess the concordance between transcriptome and proteome in these tissues. Nonetheless, we were encouraged by the substantial overlap in commonly regulated pathways predicted from transcriptomics and proteomics analysis, which suggested strong agreement between them.

In conclusion, we present a comprehensive analysis of the bladder following traumatic SCI in a preclinical rat model. Our integrated transcriptomic and proteomic analysis highlights key signaling pathways perturbed with SCI, including EIF2 signaling, NRF2-mediated oxidative stress response, and GP6 signaling, that reflect cellular stress responses. We also unveil the systemic effect of inosine following neurogenic injury that extends beyond attenuation of the DNA damage response to the preservation of key biological networks and pathways. This rebalancing of molecular pathways by inosine underscores the potential of systems biology approaches to investigate complex neurogenic disorders and suggests potentially new therapeutic possibilities, such as the repurposing of FDA-approved PARP inhibitors, the use of NAD^+^ supplementation, or administration of inosine for managing neurogenic bladder dysfunction. This study not only contributes to our understanding of the molecular landscape following traumatic injury, but it also opens avenues for targeted, effective treatments grounded in a systems approach.

## Methods

### Sex as a biological variable.

The animal model described in this study was performed in males to enable comparison with prior studies in our laboratory. For human tissue specimens, a mix of male and female neurogenic and control specimens was assessed. Sex as a biological variable was not considered in this study.

### Creation of SCI model in rats.

Complete spinal cord transection at T8 was performed in male Sprague Dawley rats (6–7 weeks of age, ~250 grams, Charles River Laboratories) under isoflurane anesthesia essentially as described (16). Using spinal bony and vascular landmarks, the spinal cord was exposed at the T8-T10 segment and transected at the T8 level, with post-operative care as described previously (16). Two experiments were performed: (a) Time-course: animals were maintained for 2, 8, or 16 weeks after SCI, after which animals were euthanized via CO_2_ inhalation. Full-thickness bladder tissues were harvested in ice-cold, oxygenated Kreb’s buffer (120 mM NaCl; 5.9 mM KCl; 25 mM NaHCO_3_; 1.2 mM Na_2_H_2_PO_4_; 1.2 mM MgCl • 6H_2_O; 2.5 mM CaCl_2_; 11.5 mM dextrose), weighed and either flash frozen in liquid nitrogen and stored at –80°C, or fixed in neutral-buffered formalin and processed for embedding in paraffin. (b) Inosine treatment: rats with SCI received inosine (225 mg/kg/d) or equivalent volume of vehicle (12 mM sodium bicarbonate buffer, pH 9.2) administered by i.p. injection daily for 8 weeks. At the end of the treatment period, bladders were weighed, microdissected into detrusor and mucosa and flash frozen, or formalin-fixed and processed for embedding in paraffin.

### RNA isolation, sequencing, and quantitative PCR.

Tissues were lysed in TRIzol (Thermo Fisher Scientific) using FastPrep Lysing matrix D beads (MP Biomedical). RNA was purified using miRNeasy columns (Qiagen) according to the manufacturer’s instructions. Multimodal RNA quantification and quality control was performed using NanoDrop (Thermo Fisher Scientific), Qubit RNA Broad-Range Assay kit (Thermo Fisher Scientific), and Agilent 2100 Bioanalyzer (Agilent). The ribodepletion method of library preparation for RNA-Seq was performed using the Total-RNASeq RiboErase Kit (KAPA Biosystems). All RNA samples were loaded on 2 separate 2-lane flow cells and sequenced using an Illumina HiSeq 2500 system generating 51 bp paired-end reads. Read counts were combined from the 2 flow cells to obtain total read counts for each sample. Read count data were converted from BCL to FASTQ file type using Bcl2fastq conversion software (Illumina). Reverse transcription and semiqualitative PCR (semi-qPCR) were performed as described previously (70), with gene-specific primers listed in Supplemental Table 1A.

### Differential gene expression analysis.

Differentially regulated genes in the time course experiment were calculated using edgeR R package (4.4.1). Differential gene expression analysis of count data for inosine treatment (detrusor/mucosa) was performed using the Bioconductor R package DESeq2 (1.46.0). Variance of the data was stabilized with logarithmic transformation (log_2_) of the normalized counts. Genes were considered differentially expressed if adjusted *P* <0.05. GO term identification was performed using gprofiler (http://biit.cs.ut.ee/gprofiler/) and clusterprofiler (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html). Gene pattern clustering was performed using the DEGreport tool.

### Histological and immunofluorescence staining.

Sections (5 μm) of formalin-fixed, paraffin-embedded full-thickness rat or human bladder tissue were cut and subjected to either Masson’s trichome staining or immunofluorescence staining as described previously (13, 71). Antibodies and dilutions are listed in Supplemental Table 1B and included: γH2AX (Abcam), PAR (Cell Signaling Technology), a-SMA (MilliporeSigma), SM22a (Cell Signaling Technology [CST]), phospho-ATM substrate (CST), neuropilin 2 (MilliporeSigma),and pan-cytokeratin (MilliporeSigma) antibodies. Sections were incubated with species-specific secondary antibodies conjugated to Alexa Fluor 488 or Alexa Fluor 594, with nuclei counterstained with DAPI. Signals were visualized on an Axioplan-2 microscope (Zeiss) and representative images captured using Axiovision software. Quantitative image analysis was performed using a macro developed in house, as described in Supplemental Methods and Supplemental Figure 13. A 1-way ANOVA was performed followed by a multiple pairwise comparison between the means of groups using the Tukey Honest Significant Differences. Adjusted *P* values were used to report the significance of the differences.

### Quantitative proteomics analysis.

Tandem mass tag–based (TMT-based) quantitative proteomics analysis was conducted essentially as we previously described (72) on full-thickness bladder tissues from the time course experiment. Detailed descriptions of protein extraction, TMT labeling and fractionation, and mass spectrometry methods are presented in Supplemental Methods. Briefly, the filter-aided sample preparation method (73) was applied, and tryptic peptides were labeled with 11-plex TMT reagents in parallel, merged, desalted, and dried. Each set of TMT11plex-labeled peptides was fractionated into 48 fractions by high-pH liquid chromatography, concatenated into 16 fractions, and dried. Each fraction of TMT11plex-labeled peptides was resuspended in 0.2% formic acid, and about 1 μg peptide was loaded onto a 2 cm trap column and separated by a 50 cm EASY-Spray column (Thermo Fisher Scientific) heated to 55°C, using a 3-hour gradient at a flow rate of 250 nL/min. Liquid chromatography-synchronous precursor selection-multiple stage mass spectrometry (LC-SPS-MS3) analysis was performed on an EASY-nLC 1200 connected to an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific) using minor changes to previously reported LC and MS settings, which are reported in Supplemental Methods.

The acquired RAW files were searched against the Uniprot_Rat database, released on 07/18/2018 (https://www.uniprot.org/proteomes/UP000002494) comprising canonical and isoform protein sequences (47,943 entries) with MaxQuant (v1.6.0.16) (74). Carbamidomethyl (C) was set as fixed modification, while oxidation (M), acetyl (protein N-term), and deamidation (NQ) were set as variable modifications. The mass tolerance was 20 ppm for first search peptide tolerance, 4.5 ppm for main search peptide tolerance, and 0.5 Da for MS/MS match tolerance. The quantification type was set as Reporter ion MS3, the isobaric labels were TMT11plex, and the reporter mass tolerance was 0.003 Da. A standard FDR of 1% was used to filter peptide spectrum matches as well as peptide and protein identifications (72–74). Additional details on TMT labeling and normalization are in the Supplemental Methods.

### Measurement of oxidative stress in tissues and cells.

Oxidative stress in tissues was measured using the Lipid Peroxidation (MDA) Assay Kit (RayBiotech) according to the manufacturer’s instructions. Rat bladder mesenchymal cells were isolated and propagated essentially as described (70). Cells exposed to H_2_O_2_ (50 μM final concentration) for 24 hours were included as a positive control. MDA signal was normalized to total protein determined using the MicroBCA Protein Assay reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Evaluation of DNA damage markers in vitro.

Rat bladder cells were exposed to H_2_O_2_ (up to 250 μM final concentration) for 1 hour and processed for immunoblot analysis or comet assay as outlined below. In some experiments, cells were coincubated with H_2_O_2_ and inosine, also for 1 hour. For immunoblotting, lysates were prepared and analyzed according to previously described protocols (70). Primary antibodies are listed in Supplemental Table 1A. Following chemiluminescence, signal was captured by ChemiDoc imaging or on HyBlot CL Autoradiography Film (Thomas Scientific). Films were digitized using an Epson scanner and quantified with FIJI.

### Evaluation of DNA damage by comet assay.

DNA strand breaks in rat cells were measured directly using the alkaline comet assay, essentially as described (75) but with modifications. Briefly, cells were exposed to H_2_O_2_ (50 μM final concentration) with or without 250 μM or 1 mM inosine for 1 hour at 37°C. Cells were trypsinized, centrifuged for 5 minutes at 500*g* at 4°C, washed once with PBS, and resuspended in PBS. Cell suspensions were mixed with low-melt agarose (0.7%), spread on glass slides precoated with 0.8% agarose 24 hours prior, and covered with coverslips to solidify. Following lysis (2.5M NaCl, 0.1 M EDTA, 10 mM Trizma base [pH 10], 1% N laurylsarcosine, 0.5% Triton X-100, 10% DMSO final) at 4°C for 20 minutes, cells were washed with dH_2_O and equilibrated with electrophoresis buffer (300 mM sodium acetate 100 mM Tris-HCl [pH 12] at 4°C) for 45 minutes at 4°C, before electrophoresis at 0.6V per cm. Slides were washed in PBS, 2 × 5 minutes, washed with dH_2_O, and fixed with 100% ethanol for 10 minutes. Slides were air dried for 1 hour before staining with SYBR gold + antifade and imaging. Comets were analyzed using OpenComet (76), an ImageJ (NIH) plug-in. Data generated from the analysis were plotted in R.

### Statistics.

Quantitative values from bladder/body weight, staining, comet, MDA, and qPCR assays were analyzed using 1-way ANOVA followed by multiple pairwise-comparison between the means of groups using the Tukey Honest Significant Differences. Adjusted *P* values were used to report the significance of the differences, with *P* < 0.05 considered statistically significant.

### Study approval.

The animal experiments conducted in this study were performed in strict accordance with the recommendations provided in the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). The experiments were approved by the Animal Care and Use Committee at Boston Children’s Hospital (protocol no. 16-08-3256R).

### Data availability.

RNA-Seq data have been deposited in the European Nucleotide Archive (accession no. PRJEB67472) and Gene Expression Omnibus (GSE294927, GSE294930). The MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD046096. Values for all data points in graphs are provided in the Supporting Data Values file that accompanies the article.

## Author contributions

AHG curated the data, performed bioinformatics analysis, generated figures, and wrote the original draft of the manuscript with RMA; BSS conceived the study with RMA and performed surgical procedures, tissue harvest, and endpoint analyses along with HT and HA, with contributions from GL, KC, CD, MGK, VC, and MPS. RNA-Seq was performed by SP under supervision of JAM, and transcriptomics analysis was performed by AHG, MP, and JFC. Immunofluorescence staining, immunoblotting, and comet assays were performed by ABA. Mass spectrometry was performed by WY, and proteomics analysis was performed by AHG, DV, HL, MKP, JF, and RSL. RMA conceived and supervised the study and wrote the manuscript with AHG. AHG drove the study upon the departure of BSS from the Adam laboratory, whereas ABA performed much of the experimental work required to address reviewer comments upon the departure of AHG from the Adam laboratory. For these reasons all 3 share co–first authorship, with the assigned author order. Order of the co-first authors reflects the timeline and complementarity of contributions.

## Supplementary Material

Unedited blot and gel images

Supplemental materials

Supporting data values

## Figures and Tables

**Figure 1:**
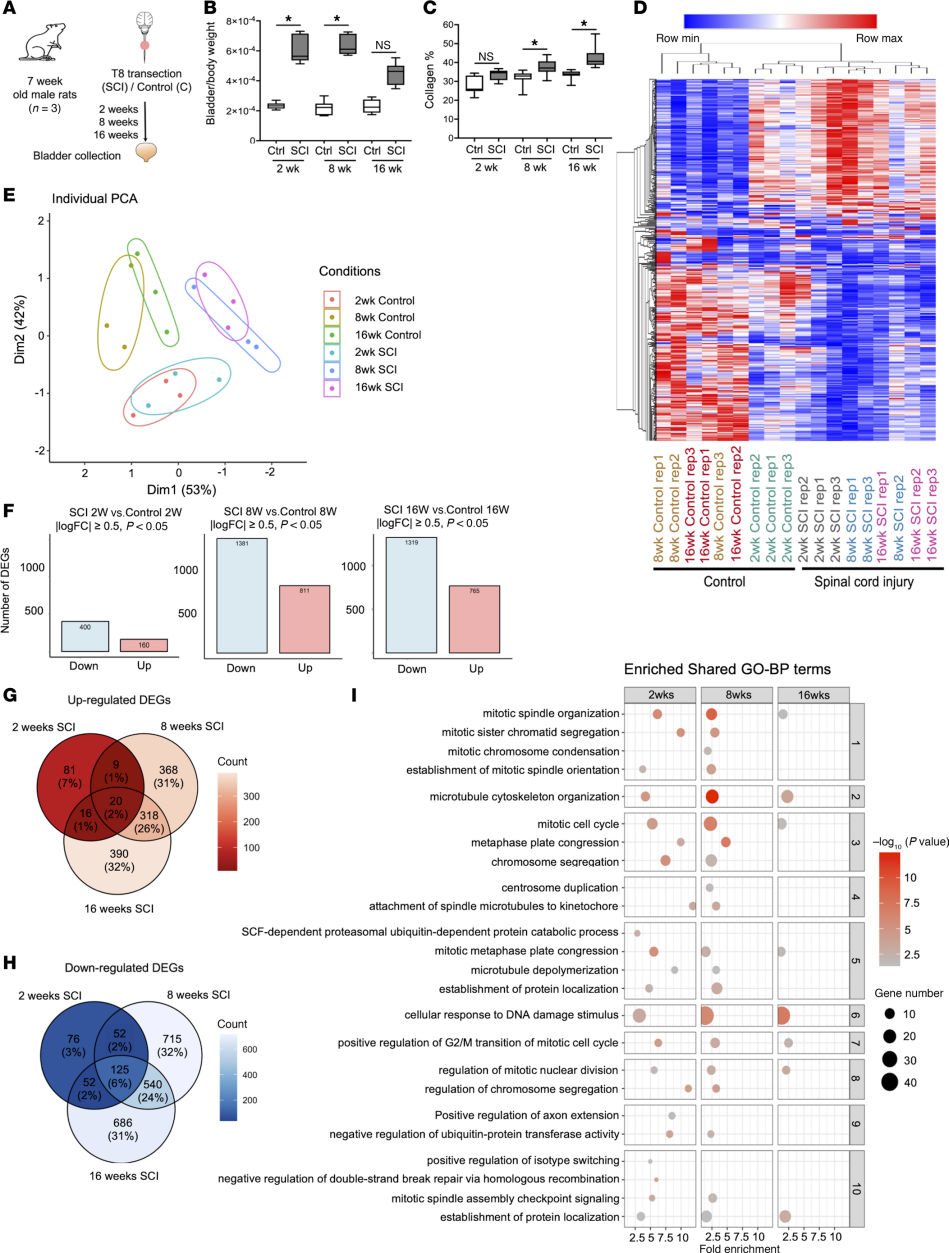
Effect of spinal cord injury over time on the transcriptome of the bladder. (**A**) Experimental design. (**B** and **C**) Bladder/body weight measurement (**B**) and measurement of collagen deposition from MTS-stained sections (**C**). Significance was determined by 1-way ANOVA followed by Tukey’s multiple comparisons test. *P < 0.05, *n* = 6–7 replicates. (**D**) Heatmap and hierarchical clustering using top 500 DEGs in different comparisons groups; log_2_ greater than +0.05 and less than –0.05 (> ±0.05); *P* < 0.05; read counts > 1,000. (**E**) PCA based on count matrix of all genes. (**F**) Bar charts indicating up- and downregulated DEGs at each time point. (**G** and **H**) Venn diagrams of upregulated and downregulated DEGs at each time point following SCI compared with their respective controls. (**I**) Enrichment analysis of DEGs from each time point of SCI using gene ontology (GO) terms for biological process (BP).

**Figure 2:**
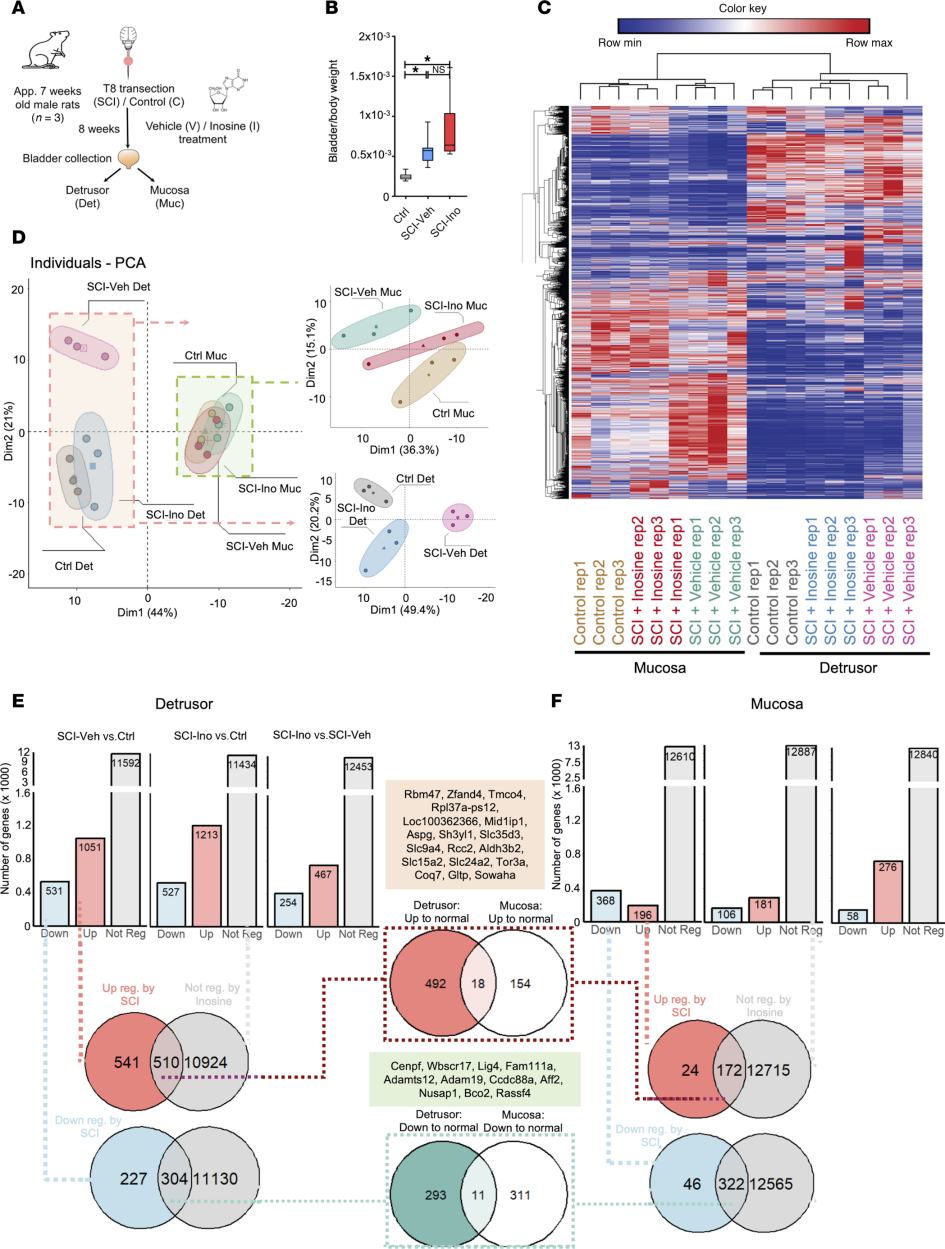
Effect of spinal cord injury and inosine treatment on transcriptome of bladder. (**A**) Experimental design. (**B**) Bladder/body weight measurement. Significance was determined by 1-way ANOVA followed by Tukey’s multiple comparisons test. *P < 0.05, *n* = 10–13 replicates. (**C**) Heatmap and hierarchical clustering using DEGs in different comparisons groups; log_2_ fold change> ± 0.5; *P* < 0.05; read counts cpm > 1. (**D**) PCA based on top 200 variable genes. (**E** and **F**) Bar charts indicating up-, down-, and nonregulated DEGs in detrusor (**E**) or mucosa (**F**) across 3 comparisons: SCI-vehicle versus Control; SCI-inosine versus Control; SCI-inosine versus SCI-vehicle. Red circle (upper Venn diagram): genes upregulated in detrusor in SCI-vehicle versus Control (541 + 510 = 1,051 [red bar in graph]). Blue circle (lower Venn diagram): genes downregulated in detrusor in SCI-vehicle versus Control (227 + 304 = 531 [blue bar in graph]). Gray circles: genes not differentially regulated in SCI-inosine versus Control (510 + 10,924 = 11,434, upper Venn diagram; 304 + 11,130 = 11,434, lower Venn diagram [gray bar in graph]). (**F**) Red circle (upper Venn diagram): genes upregulated in mucosa in SCI-vehicle versus Control (24 + 172 =[196 (red bar in graph]). Blue circle (lower Venn diagram): genes down-regulated in mucosa in SCI-vehicle versus Control (46 + 322 = 368 [blue bar in graph]). Gray circles: genes not differentially regulated in SCI-inosine versus Control (172 + 12,715 = 12,887, upper Venn Diagram and 322 + 12,565 = 12,887, lower Venn diagram). Genes shared between the red/blue circles and gray circles in the Venn diagrams were considered inosine-sensitive — i.e., dysregulated — in SCI-vehicle versus Control and returned to control expression levels in SCI-inosine versus Control. This revealed 510 upregulated and 304 downregulated genes in detrusor and 172 upregulated and 322 downregulated genes in mucosa that were restored to control levels by inosine. Inosine-sensitive genes in the detrusor and the mucosa were compared via Venn diagrams in the central panels to identify those that were modulated by inosine in both tissue compartments.

**Figure 3:**
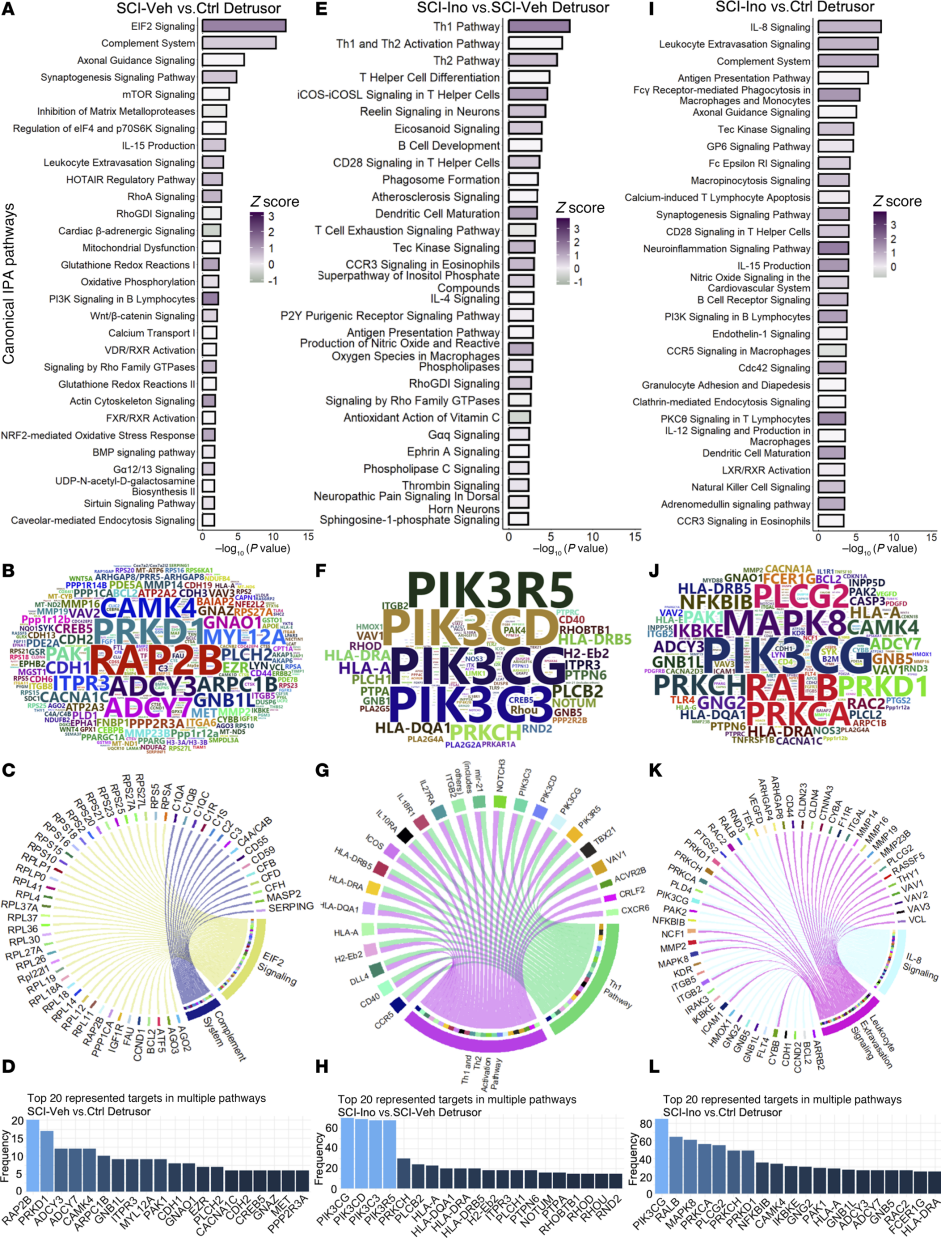
Regulated canonical pathways inferred by IPA in detrusor. (**A**) Bar chart of top 30 regulated pathways in detrusor of SCI-vehicle versus Control. (**B**) Word cloud of most frequent genes regulated and enriched in the regulated pathways. (**C**) Circos plot of top 2 pathways (based on *P* value) and enriched genes. (**D**) Bar chart visualizing the frequency of enrichment of top 20 enriched genes in pathways. (**E**) Bar chart of top 30 regulated pathways in detrusor of SCI-inosine versus SCI-vehicle. (**F**) Word cloud of most frequent genes regulated and enriched in the regulated pathways. (**G**) Circos plot of top 2 pathways (based on *P* value) and enriched genes. (**H**) Bar chart visualizing the frequency of enrichment of top 20 enriched genes in pathways. (**I**) Bar chart of top 30 regulated pathways in detrusor of SCI-inosine versus Control. (**J**) Word cloud of most frequent genes regulated and enriched in the regulated pathways. (**K**) Circos plot of top 2 pathways (based on *P* value) and enriched genes. (**L**) Bar chart visualizing the frequency of enrichment of top 20 enriched genes in pathways.

**Figure 4:**
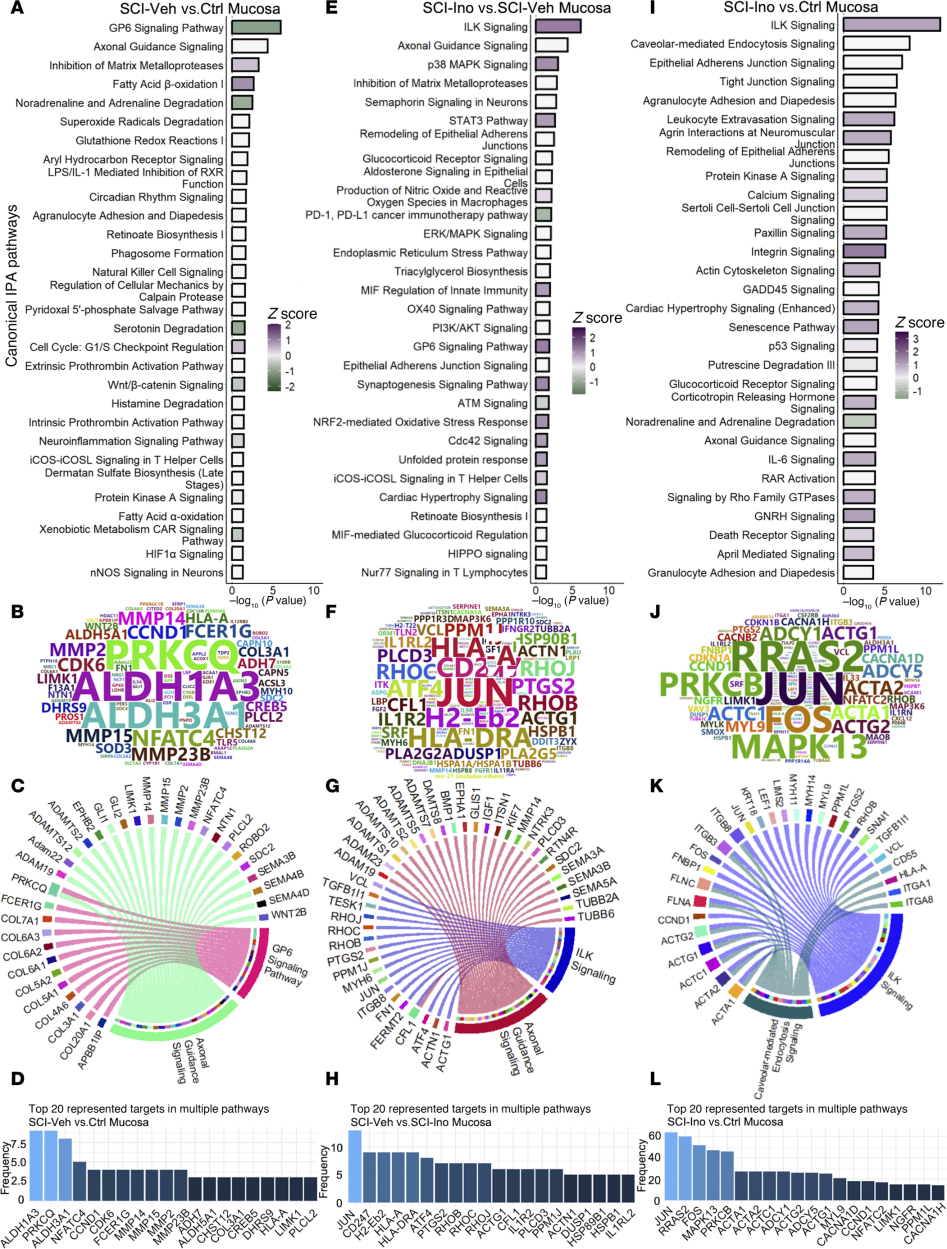
Regulated canonical pathways inferred by IPA in mucosa. (**A**) Bar chart of top 30 regulated pathways in mucosa of SCI-vehicle versus Control. (**B**) Word cloud of most frequent genes regulated and enriched in the regulated pathway. (**C**) Circos plot of top 2 pathways (based on *P* value) and enriched genes. (**D**) Bar chart visualizing the frequency of enrichment of top 20 enriched genes in pathways. (**E**) Bar chart of top 30 regulated pathways in mucosa of SCI-inosine versus SCI-vehicle. (**F**) Word cloud of most frequent genes regulated and enriched in the regulated pathways. (**G**) Circos plot of top 2 pathways (based on *P* value) and enriched genes. (**H**) Bar chart visualizing the frequency of enrichment of top 20 enriched genes in pathways. (**I**) Bar chart of top 30 regulated pathways in mucosa of SCI-inosine versus Control. (**J**) Word cloud of most frequent genes regulated and enriched in the regulated pathway. (**K**) Circos plot of top 2 pathways (based on *P* value) and enriched genes. (**L**) Bar chart visualizing the frequency of enrichment of top 20 enriched genes in pathways.

**Figure 5:**
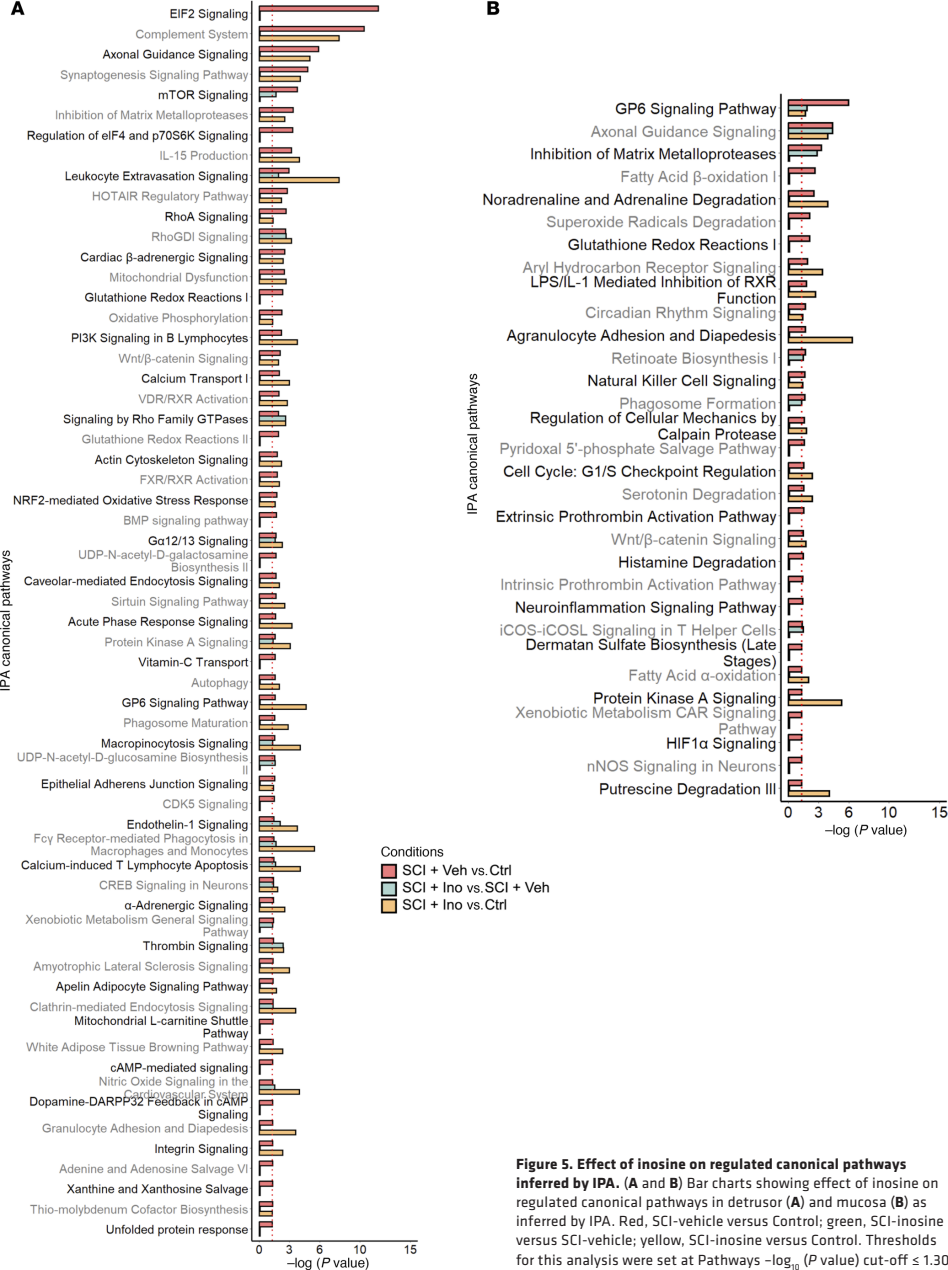
Effect of inosine on regulated canonical pathways inferred by IPA. (**A** and **B**) Bar charts showing effect of inosine on regulated canonical pathways in detrusor (**A**) and mucosa (**B**) as inferred by IPA. Red, SCI-vehicle versus Control; green, SCI-inosine versus SCI-vehicle; yellow, SCI-inosine versus Control. Thresholds for this analysis were set at Pathways –log_10_ (*P* value) cut-off ≤ 1.30 and pathway *z* score cut-off ≥ |1|.

**Figure 6:**
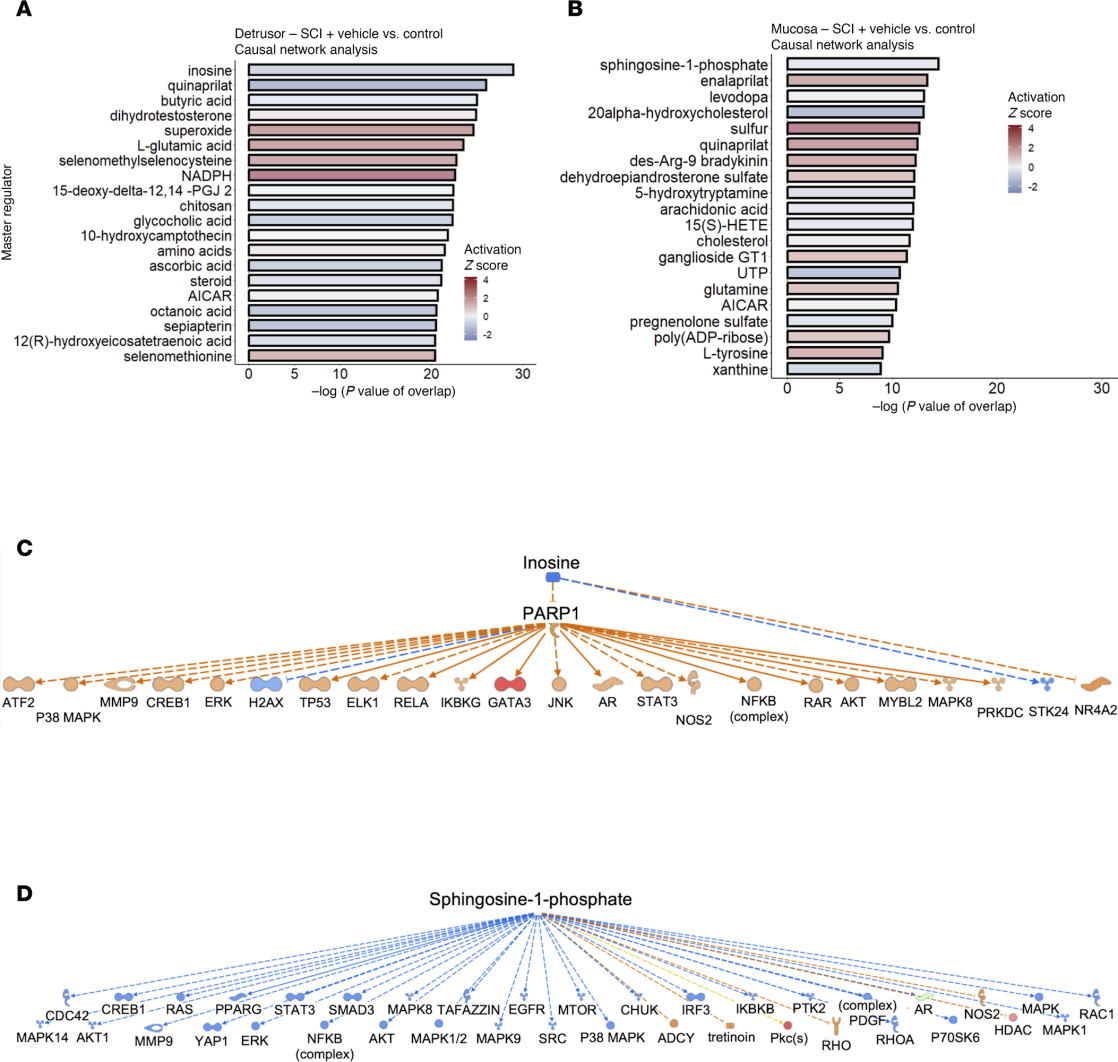
Causal network analysis of transcriptomic data from detrusor and mucosa. (**A**) Bar chart showing causal network analysis in detrusor of SCI rats treated with vehicle compared with uninjured controls (SCI-vehicle versus Control [8 weeks]) highlighting inosine as the most significantly downregulated endogenous chemical. (**B**) Bar chart showing causal network analysis in mucosa of SCI rats treated with vehicle compared with uninjured controls (SCI-vehicle versus Control [8 weeks]) highlighting sphingosine-1-phosphate as the most significantly downregulated endogenous chemical. Red bars indicate endogenous chemicals with a positive *z* score that are predicted active. Blue bars indicate endogenous chemicals with a negative *z* score that are predicted to be inactive. (**C**) Predicted network of top endogenous chemicals and downstream targets (23) in the detrusor of SCI-vehicle rats versus Control. (**D**) Predicted network of top endogenous chemical and the downstream targets (39) in the mucosa of SCI-vehicle rats versus Control.

**Figure 7:**
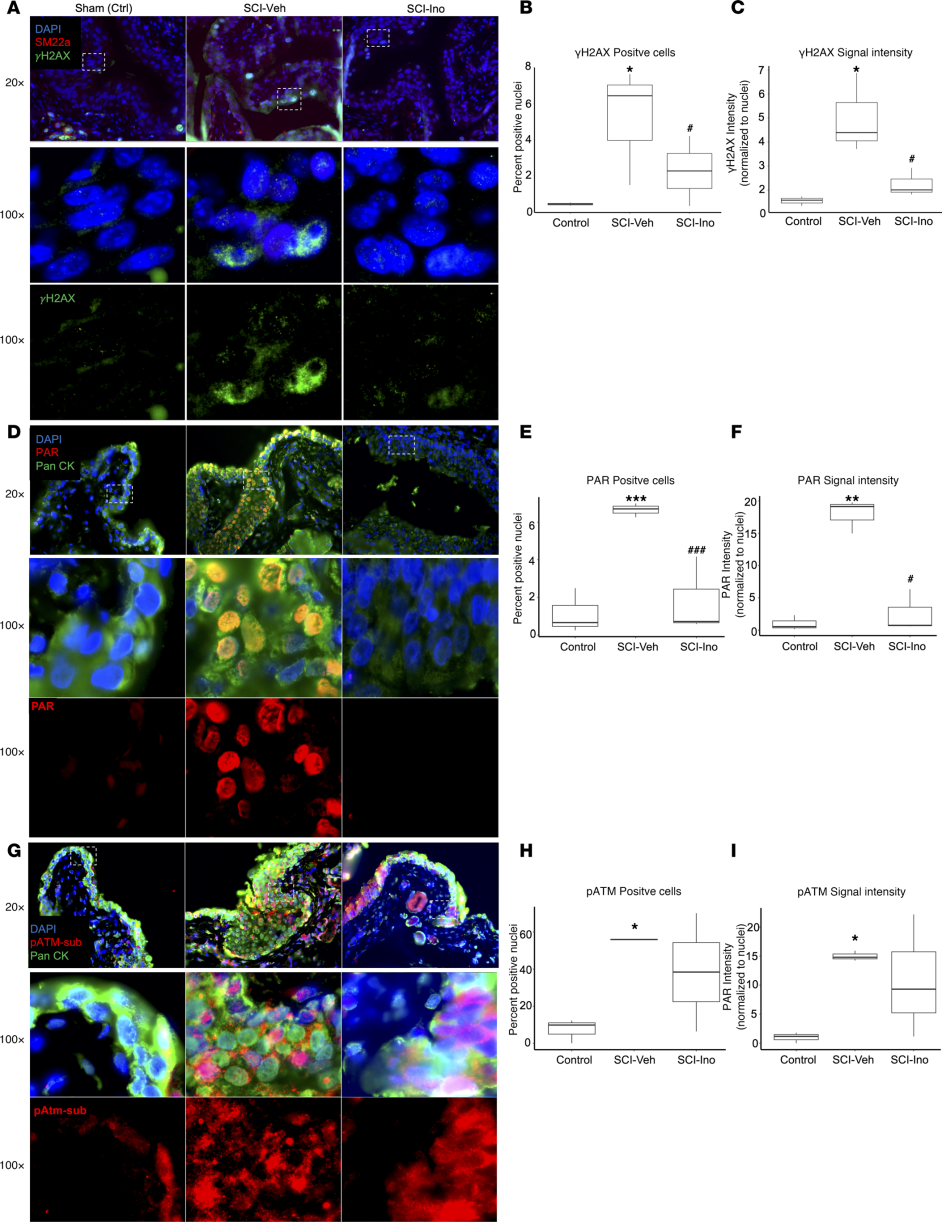
Immunostaining for causal network and pathway validation. (**A**, **D**, and **G**) Bladder sections from SCI and Control rats were stained for phosphorylated histone H2AX (γH2AX) (green) and SM22a (red) (**A**), poly/mono ADP Ribosylation (PAR) (red) and pan cytokeratin (Pan-Ck) (green) (**D**), or pATM-substrates (pATM-sub) (red) and pan-cytokeratin (Pan-Ck) (green) (**G**). Nuclei were visualized with DAPI (magnification, 20×). White dashed rectangles indicate regions of tissue visualized at 100×. Images were analyzed with ImageJ-based macro outlined in Supplemental Figure 13 that quantified nuclear staining for the markers of interest. (**B**, **E**, and **H**) Quantification of percentage of positive nuclei for each DNA damage–associated marker. (**C**, **F**, and **I**) Quantification of the nuclear signal intensity for each DNA damage–associated marker. A total of 5–15 fields of view were captured at 20× with > 5,000 nuclei represented for each of 3 biological replicates per condition. Significance was determined by 1-way ANOVA followed by Tukey’s multiple comparisons test. Adjusted *P* values were used to report the significance of the differences. *P < 0.05, **P < 0.01, versus control. ^#^*P* < 0.05, #^#^*P* < 0.01, versus SCI.

**Figure 8:**
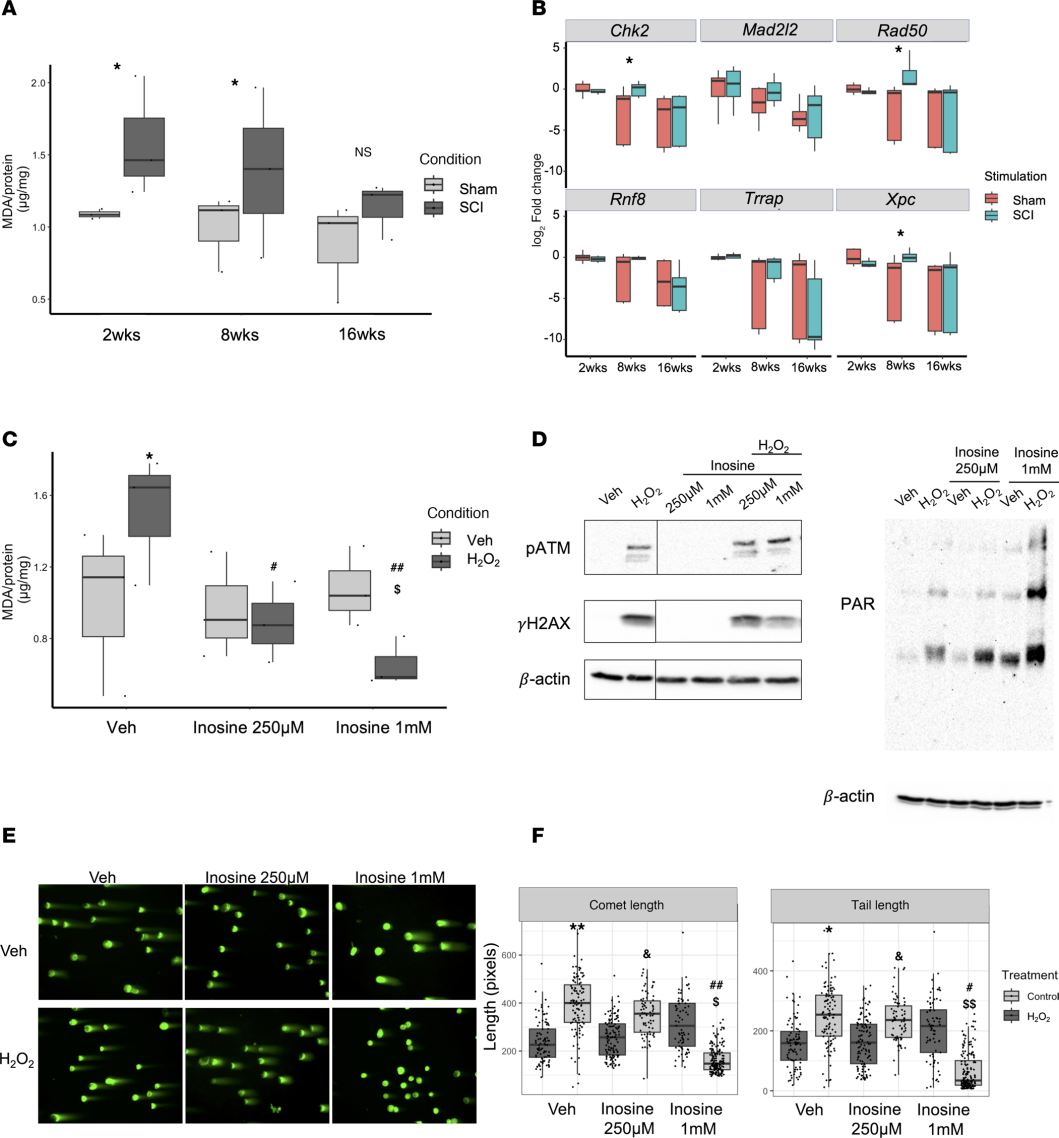
In vitro validation of oxidative DNA damage and its sensitivity to inosine. (**A**) Protein lysates of bladders harvested from rats at 2, 8, or 16 weeks following SCI or age-matched controls were assessed for malondialdehyde (MDA), a measure of lipid peroxidation (*n* = 3 biological replicates). (**B**) Expression of DNA damage–related genes in bladder tissue collected at the indicated times was assessed via qPCR (*n* = 4–6 biological replicates). (**C**) MDA was assessed in rat bladder fibroblasts treated ± H_2_O_2_ or PBS ± indicated doses of inosine (*n* = 3 biological replicates). (**D**) Immunoblot analysis of DNA damage–associated markers including phospho-ATM serine/threonine kinase (pATM), γH2AX, and Poly/Mono ADP Ribosylation (PAR) in rat bladder fibroblasts treated ± H_2_O_2_ or PBS ± indicated doses of inosine. (**E**) DNA damage was assessed by comet assay using rat bladder fibroblasts stimulated with 50 μM H_2_O_2_ ± indicated doses of inosine. Magnification, 20×. (**F**) Comet assay quantification, with 100–200 nuclei assessed for each condition. Data are representative of 3 independent trials. Significance was determined by 1-way ANOVA followed by Tukey’s multiple comparisons test. Adjusted *P* values were used to report the significance of the differences. *P < 0.05, **P < 0.01, versus control (Veh). ^#^*P* < 0.05, ^##^*P* < 0.01, versus H_2_O_2_ 50μM. ^$^*P* < 0.05, ^$$^*P* < 0.01, versus 1 mM inosine. ^&^*P* < 0.05, versus 250 μM inosine.

**Figure 9:**
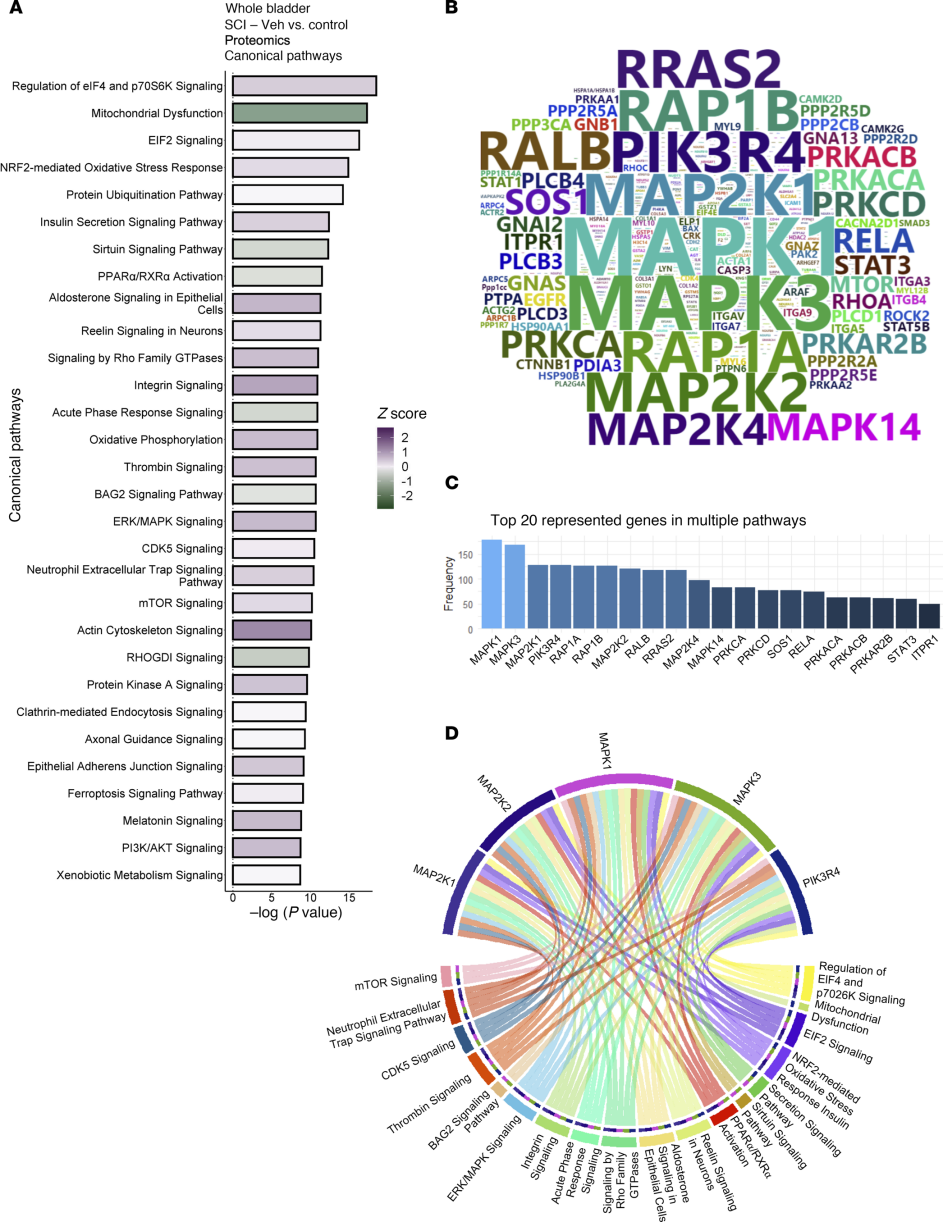
Regulated canonical pathways inferred by IPA of proteomics data. (**A**) Bar chart of top 30 regulated pathways in full-thickness bladder tissue at 8 weeks after SCI compared with age-matched controls. (**B**) Word cloud of most frequent proteins regulated and enriched in the regulated pathways. (**C**) Bar chart showing the frequency of top 20 most recurrent protein enriched in pathways. (**D**) Circos plot of top 5 most recurrent enriched proteins in the regulated pathways and the corresponding regulated pathways.

# Supplementary material for: Multiomics analysis unveils an inosine-sensitive DNA damage response in neurogenic bladder after spinal cord injury
**Source:** JCI Insight. 2025 May 8;10(12):e180275. doi: 10.1172/jci.insight.180275
**Supplement:** Supplemental materials

**Supplementary Information for**

**Multimomics analysis unveils an inosine-sensitive DNA damage response in neurogenic bladder after spinal cord injury**

Ali Hashemi Gheinani<sup>1,2,3,4,5,\*,#</sup>, Bryan S. Sack<sup>1\*,^</sup>, Alex Bigger-Allen<sup>1,4,5,\*</sup>, Hatim Thaker<sup>1,4</sup>, Hussein Atta<sup>1,4</sup>, George Lambrinos<sup>1,4</sup>, Kyle Costa<sup>1</sup>, Claire Doyle<sup>1,4</sup>, Mehrnaz Gharaee-Kermani<sup>6</sup>, Susan Patalano<sup>6</sup>, Mary Piper<sup>7</sup>, Justin F. Cotellessa<sup>6</sup>, Dijana Vitko<sup>1,4</sup>, Haiying Li<sup>1,4</sup>, Manubhai Kadayil Prabhakaran<sup>1,4</sup>, Vivian Cristofaro<sup>4,8</sup>, John Froehlich<sup>1,4</sup>, Richard S. Lee<sup>1,4</sup>, Wei Yang<sup>9</sup>, Maryrose P. Sullivan<sup>4,8</sup>, Jill A. Macoska<sup>6</sup>, Rosalyn M. Adam<sup>1,4,5,#</sup>

This document file includes:

SI Materials and Methods

SI References

Supplementary Figures 1-17 and Legends

Supplementary Table 1

---

## **Supplementary Methods**

### **NanoString Panel Selection and Hybridization**

Bladder tissues were harvested from rats subjected to spinal cord injury (SCI) and age-matched uninjured controls at designated timepoints (2, 8, and 16 weeks after injury). Tissues were snap-frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$  until processing. Total RNA was extracted using the RNeasy Mini Kit (QIAGEN, Hilden, Germany) following the manufacturer's protocol, including on-column DNase treatment to remove genomic DNA contamination. RNA quality and quantity were assessed using the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) to ensure RNA integrity number (RIN)  $\geq 7$  for inclusion in downstream analysis. A custom NanoString nCounter mRNA panel was designed to target genes involved in key pathways implicated in SCI-induced bladder remodeling, including oxidative stress, inflammation, extracellular matrix (ECM) remodeling, and DNA damage response. This panel included 55 genes, selected based on prior RNA-seq data, literature review, and relevance to the study hypotheses as well as housekeeping genes. Each sample (100 ng of RNA) was hybridized with the NanoString probes according to the manufacturer's instructions using the nCounter XT CodeSet. Hybridized samples were processed on the NanoString nCounter Analysis System to quantify gene expression. Raw counts were exported, and quality control metrics were assessed to ensure sufficient probe binding and data integrity. Raw data were normalized using NanoString nSolver software (version 4.0) with background subtraction and normalization to housekeeping genes included in the panel. Differential expression analysis was performed to compare SCI and control samples at each timepoint.

### **Scatterplots of logFC vs logCPM**

The ggplot R package was used to create the scatterplots of log fold change (logFC) vs versus log counts per million (logCPM) for the top 500 differentially expressed genes between two groups. The X-axis represents the logarithmic fold change and the Y-axis shows the logarithmic count per million (CPM), which is a measure of the expression level of the genes in each sample. Additionally, red vertical lines are drawn at  $\log\text{FC} = -2$  and  $\log\text{FC} = 2$ , and a red horizontal line is drawn at  $\log\text{CPM} = 5$ . In this plot, each point represents a gene, and its position is determined by its fold change and CPM values. The genes are colored based on their p-value.

### **Heatmaps and clustering**

Hierarchical clustering and heatmaps were created using the "heatmap2" function available in the R package "Gene-E". To construct the hierarchical clustering, we first computed a pairwise correlation matrix between the items, employing the Pearson correlation method. The correlation matrix was then transformed into a

distance matrix, with subsequent clustering performed using the average linkage method, which utilizes the average distance for distance matrix calculation. Heatmaps were generated to visualize the hierarchical clustering results, specifically focusing on the differentially expressed genes (DEGs) within various comparison groups. DEGs were defined as those with a log2 fold change greater than or equal to  $\pm 0.5$ , a p-value less than 0.05, and read counts exceeding 1 count per million (cpm).

### **Circos plots**

We utilized Circos plots for the visualization and analysis of top canonical pathways and their corresponding enriched genes or proteins, with the analysis conducted using the “circlize” package in R. The selection of top canonical pathways was based on the negative logarithm of p-values ( $\text{Neg.log.p\_value} > 1.3$ ). To prepare the data for visualization, we transformed it by splitting the molecules within selected pathways and creating new rows for individual molecules. To establish the connections between pathways and molecules, we constructed a links data frame, serving as a representation of these relationships. Setting up the chord diagram visualization involved configuring parameters such as gap degree and sector labels. For improved clarity, we implemented filters to include only the most significant molecules, considering criteria such as appearance in multiple pathways or highest significance values. The final output was a chord diagram that portrayed the associations between the top canonical pathways and enriched genes.

### **Z score calculation for activity of canonical pathways.**

Z score (IPA (application build 127006219, dated January 26, 2025, content version 127006219)) was used to mathematically compare the uploaded data set (differentially expressed mRNAs) with the canonical pathway patterns. The significance values for the canonical pathways were calculated by right-tailed Fisher’s exact test.

### **Upstream regulator analysis.**

The upstream pathway analysis module of IPA (application build 127006219, dated January 26, 2025, content version 127006219) was used. Overlapping P values were calculated by IPA using Fisher’s exact test based on the significance of the overlap between the known targets and an experimentally identified set of regulated genes.

### **Quantitative Image Analysis**

For quantitation of signal, a minimum of 5-15 images were taken at random from both detrusor and mucosa such that a minimum of 50% of the field of view was occupied by that compartment. The images varied in

number based on the size of the compartment represented in the tissue section. Images for each of the three conditions (control, SCI-Vehicle- and SCI-Inosine) were analyzed in each of 3 biological replicates with an in-house developed macro leveraging ImageJ macro language. Briefly, the macro creates a duplicate of the original .czi image file, and converts it to an 8-bit tiff image that is separated into 3 constituent channels representing DAPI, signal from one of three antibodies that detect gamma-H2AX, pATM-substrates, or PAR, and a secondary reference marker, namely alpha-smooth muscle actin, SM22 or pan-cytokeratin. A binary version of the DAPI signal was created and used to make regions of interest (ROI) that represent the nuclei. A binary image was also created from the channel containing the reference marker. The nuclear ROIs were then superimposed onto the binary reference-signal image to determine if each nuclear ROI was contained within a region that was positive or negative for the secondary reference marker. Finally, the nuclear ROIs were superimposed onto the unmodified channel representing the primary marker of interest and intensity measurements were made. For each nuclear ROI, a variety of measurements were saved including the integrated density, median intensity of both the primary and reference markers, roundness, and area. All images were processed through this macro to ensure that all images were quantified in the same manner. No thresholding parameters were utilized to remove nuclear ROIs from the dataset. All data filtering, quality control assessments, and final analyses were performed in R. The process and output of the macro is summarized in Supplementary Figure 13.

### **Quantitative Proteomics Analysis**

Tryptic peptides were labeled with 11-plex TMT reagents in parallel, merged into one sample, desalted using C18 spin columns (Thermo Scientific), and dried down in a SpeedVac (Thermo Scientific). Each set of TMT11plex-labeled peptide mixture was fractionated into 48 fractions by high-pH liquid chromatography and concatenated into 16 fractions by combining fractions 1, 17, 33; 2, 18, 34; and so on. The concatenated fractions were concentrated in a SpeedVac and stored at -80°C. LC-SPS-MS3 analysis was performed on an EASY-nLC 1200 connected to an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific). Each fraction of TMT11plex-labeled peptides was resuspended in 0.2% formic acid, and about 1 µg peptide was loaded onto a 2-cm trap column and separated by a 50-cm EASY-Spray column (Thermo Scientific) heated to 55°C, using a 3-h gradient at a flow rate of 250 nL/min. The parameter settings for FTMS1 include orbitrap resolution of 120K, scan range of m/z 350-1400, maximum injection time of 100 ms, AGC target of 5E5, RF lens of 30%, data type of centroid, charge state of 2-5, dynamic exclusion for 60 s using a mass tolerance of 7 ppm, and internal calibration using 371.10123. The parameters for ITMS2 include mass range of 400-1400 m/z, 10 dependent scans, isolation window of 0.4 m/z, CID collision energy of 35%, maximum injection time of 120 ms, AGC target of 2E4, and data type of centroid. The

parameters for MS3 include scan range of 100-1000 m/z, maximum injection time of 150 ms, AGC target of 2.5E5, HCD collision energy of 55%, and data type of centroid.

Because the total number of samples (20) in our proteomics experiment exceeded the maximum number for one set of isobaric tag reagents (11), we ran two TMT 11-plex experiments. In this case, each TMT experiment contained a pool of all 20 samples. The channels pooled reference mixture were used to match the protein reporter ion intensities between TMT experiments. This was done by dividing impurity corrected TMT intensity of each ID by the intensity value of its TMT pool, resulting in a pool normalization factor and then this factor was multiplied to the impurity corrected TMT intensities for that ID (for all samples). Further, we reasoned that there might be many sources of variation in addition to the biological differences between groups due to capacity of TMT experiment for running all samples; therefore, we designed a normalization pipeline to minimize the errors imposed by running samples in two batches. For TMT labeling, since we used the same amount of digested protein labeled for each channel, the liberated reporter ion signals were the proxies for protein abundance, so the sum of the reporter ions in each channel was a proxy for the total amount of protein and the total signal per channel was checked for consistency. We have compared two normalization methods. First, we performed normalization to abundant proteins and compared it with the second method where we used internal reference scaling (IRS) methodology (1) since it has been reported to be capable of correcting the random MS2 sampling that occurs between TMT experiments.

## References

1. Plubell DL, et al. Extended Multiplexing of Tandem Mass Tags (TMT) Labeling Reveals Age and High Fat Diet Specific Proteome Changes in Mouse Epididymal Adipose Tissue. *Mol Cell Proteomics* 2017 16: 873-90.

A

2 Weeks

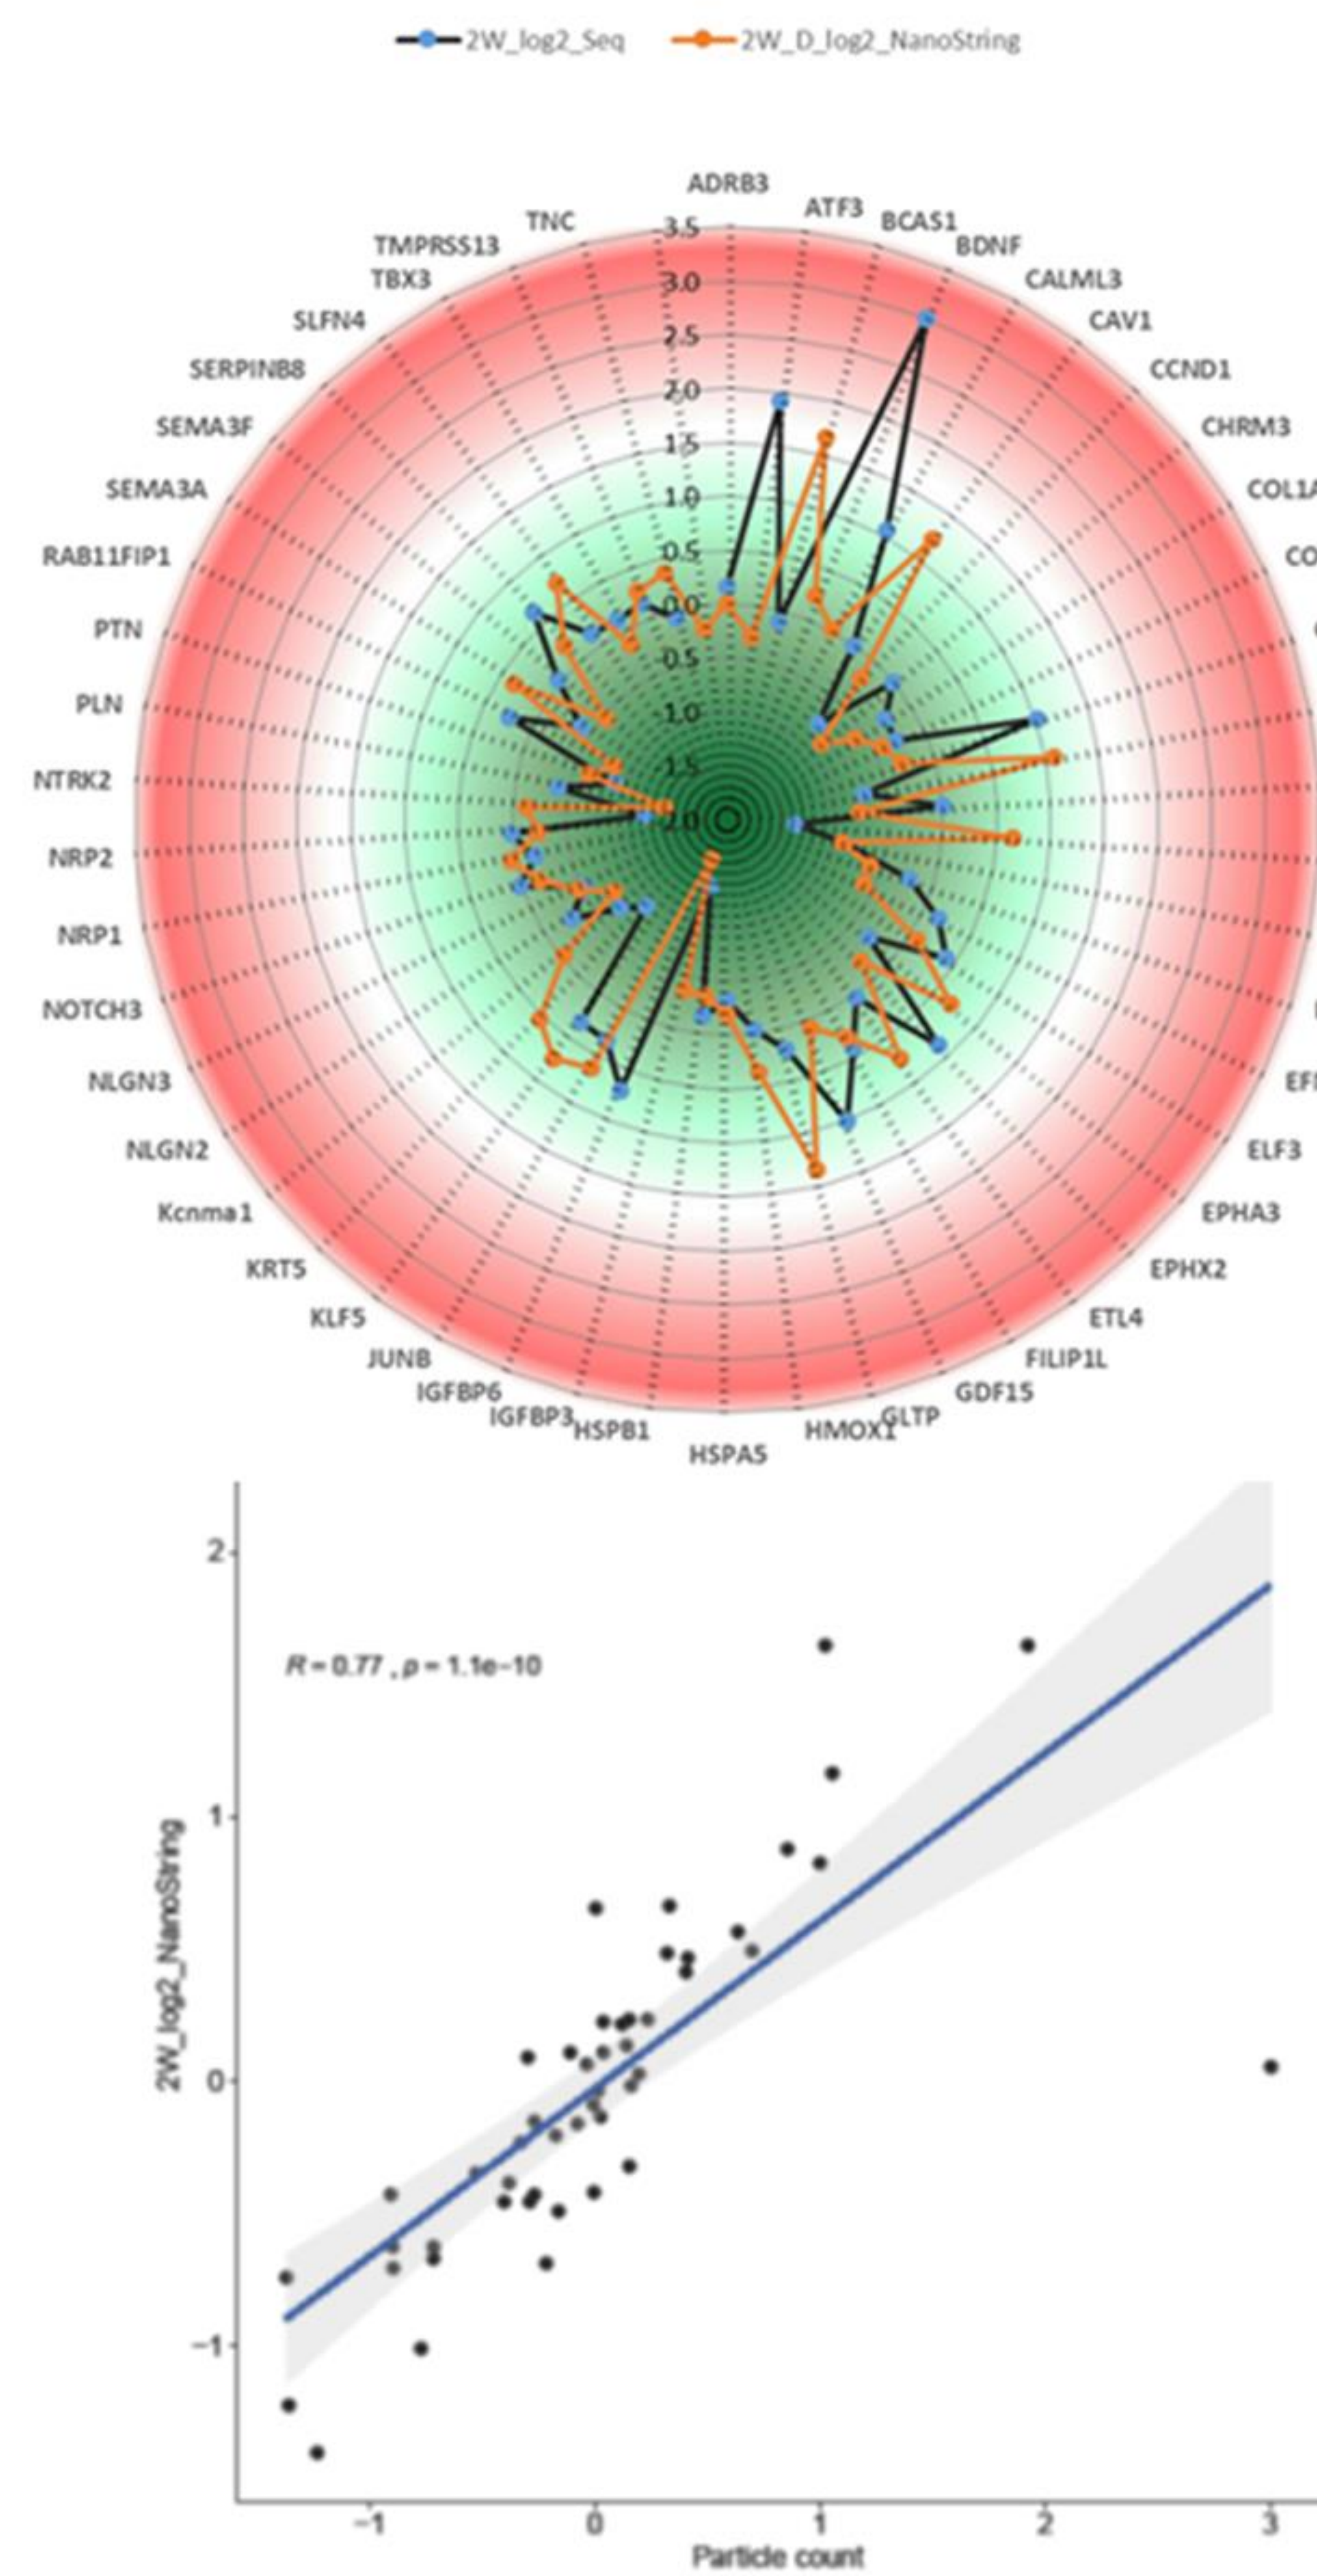

B

8 Weeks

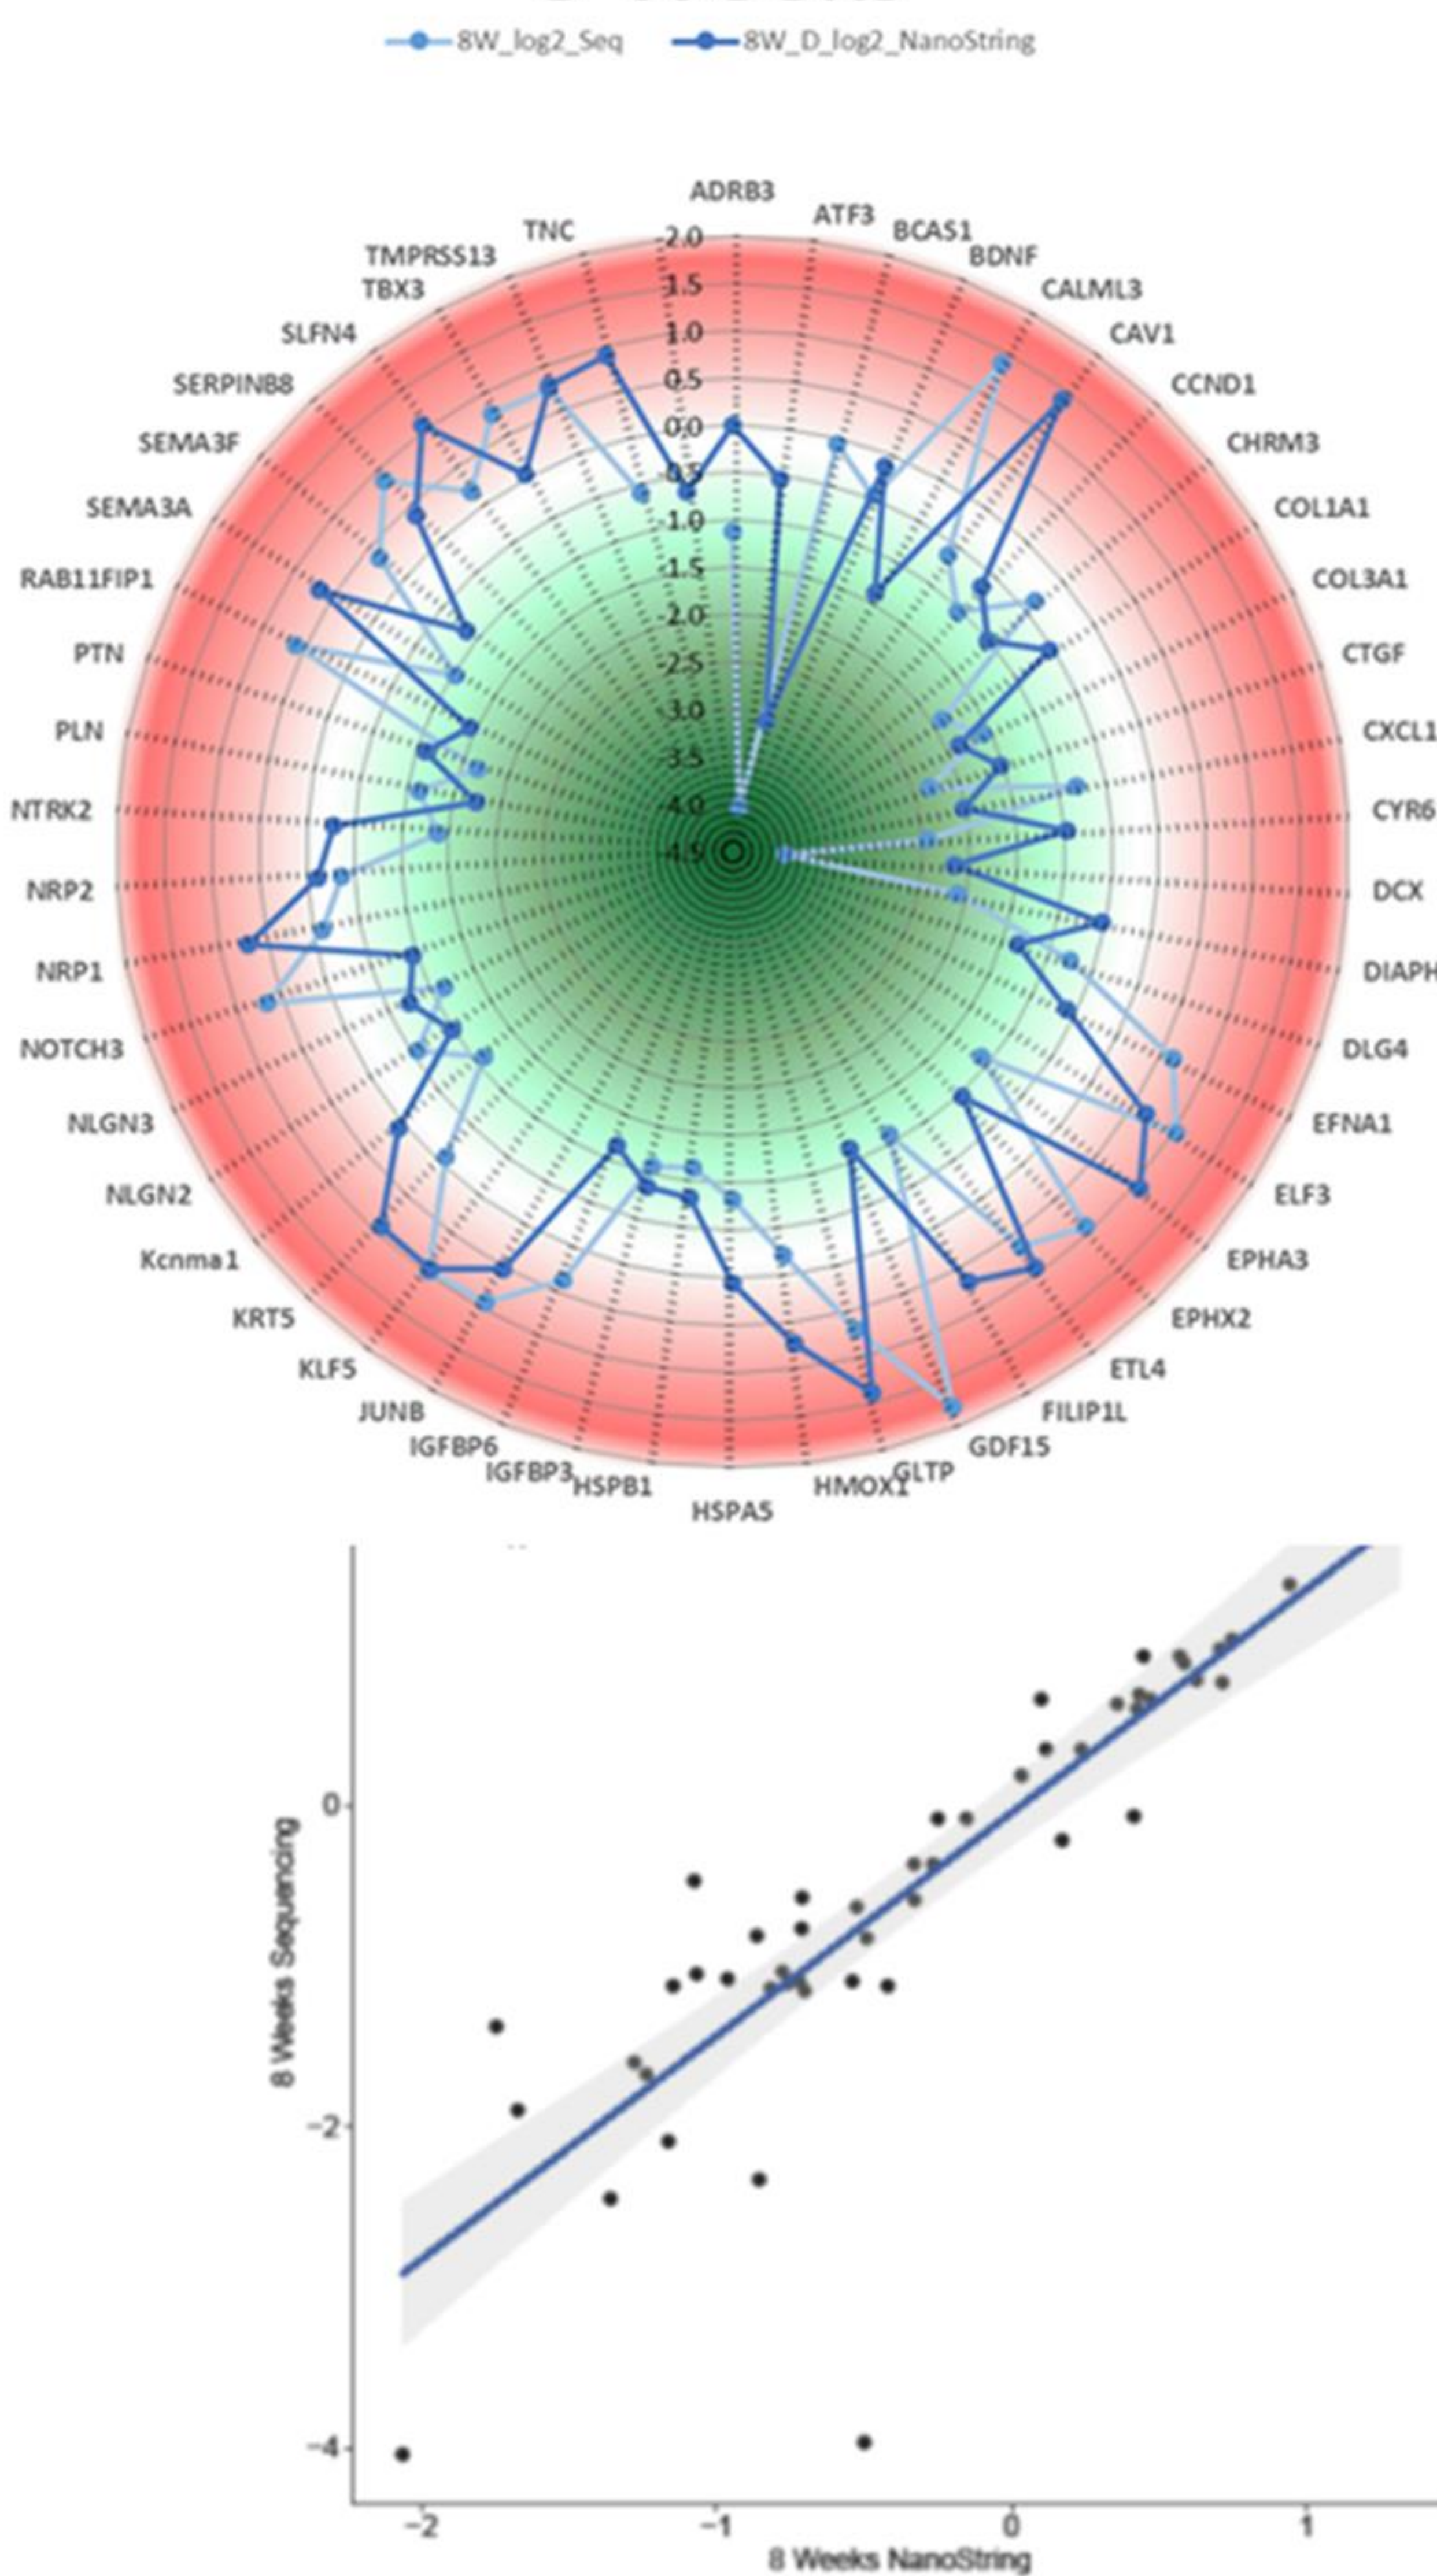

C

16 Weeks

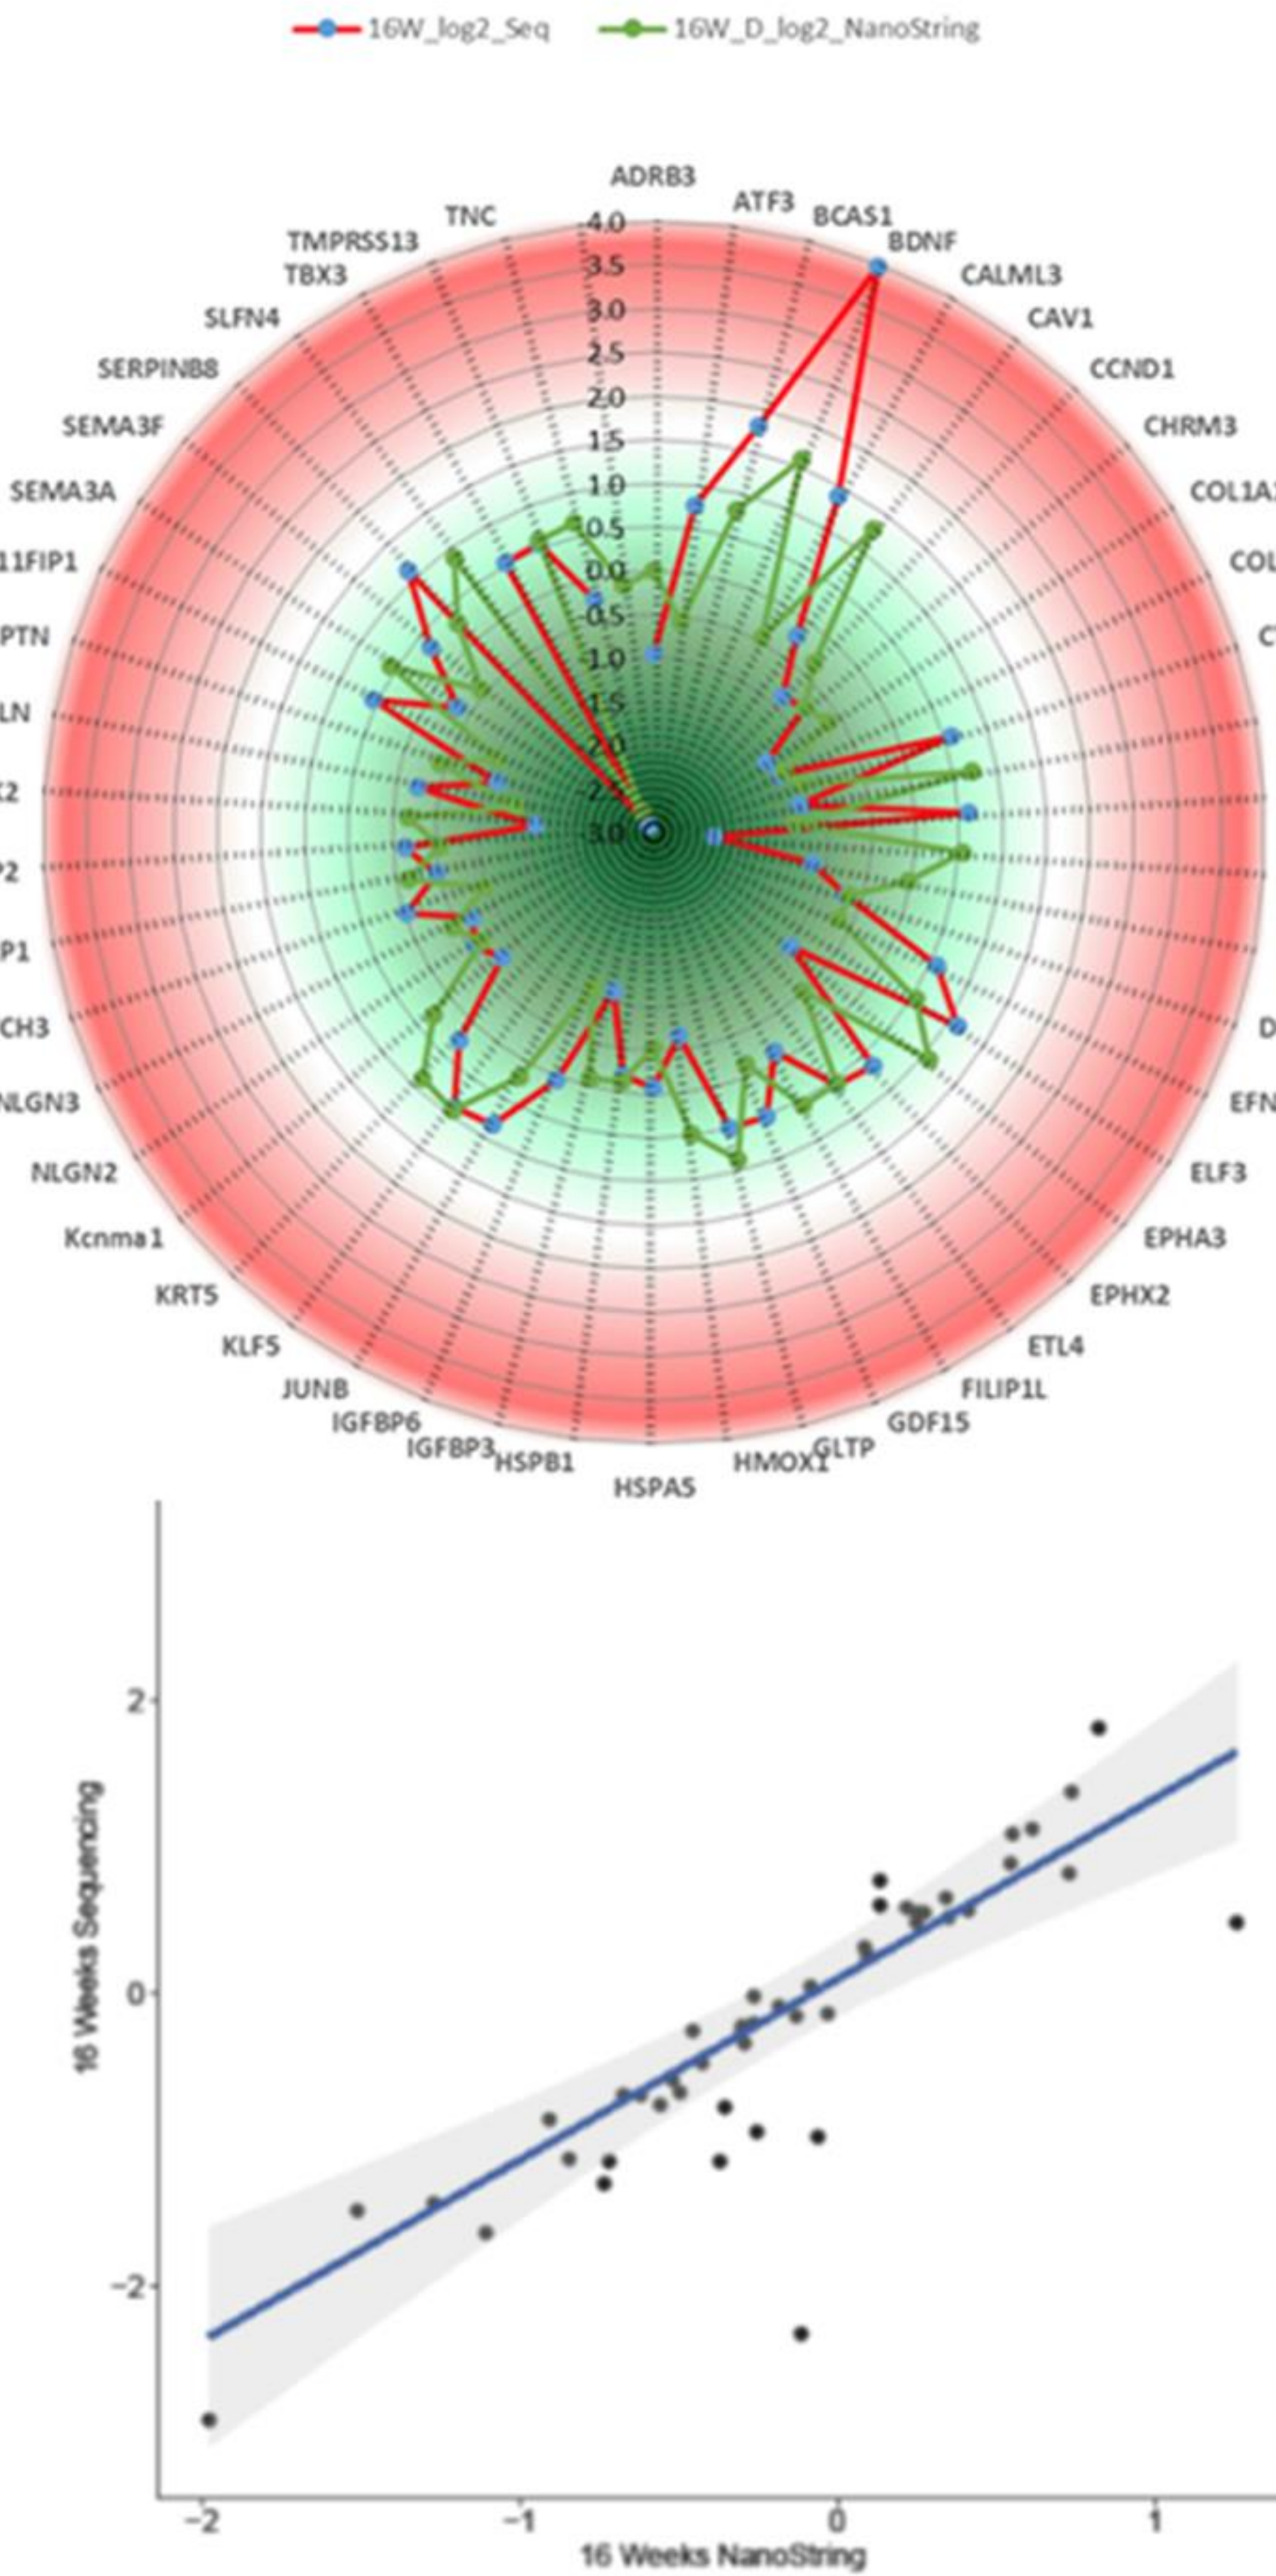

D

SCI\_2W.vs.control\_2W

Visualisation based on p-value

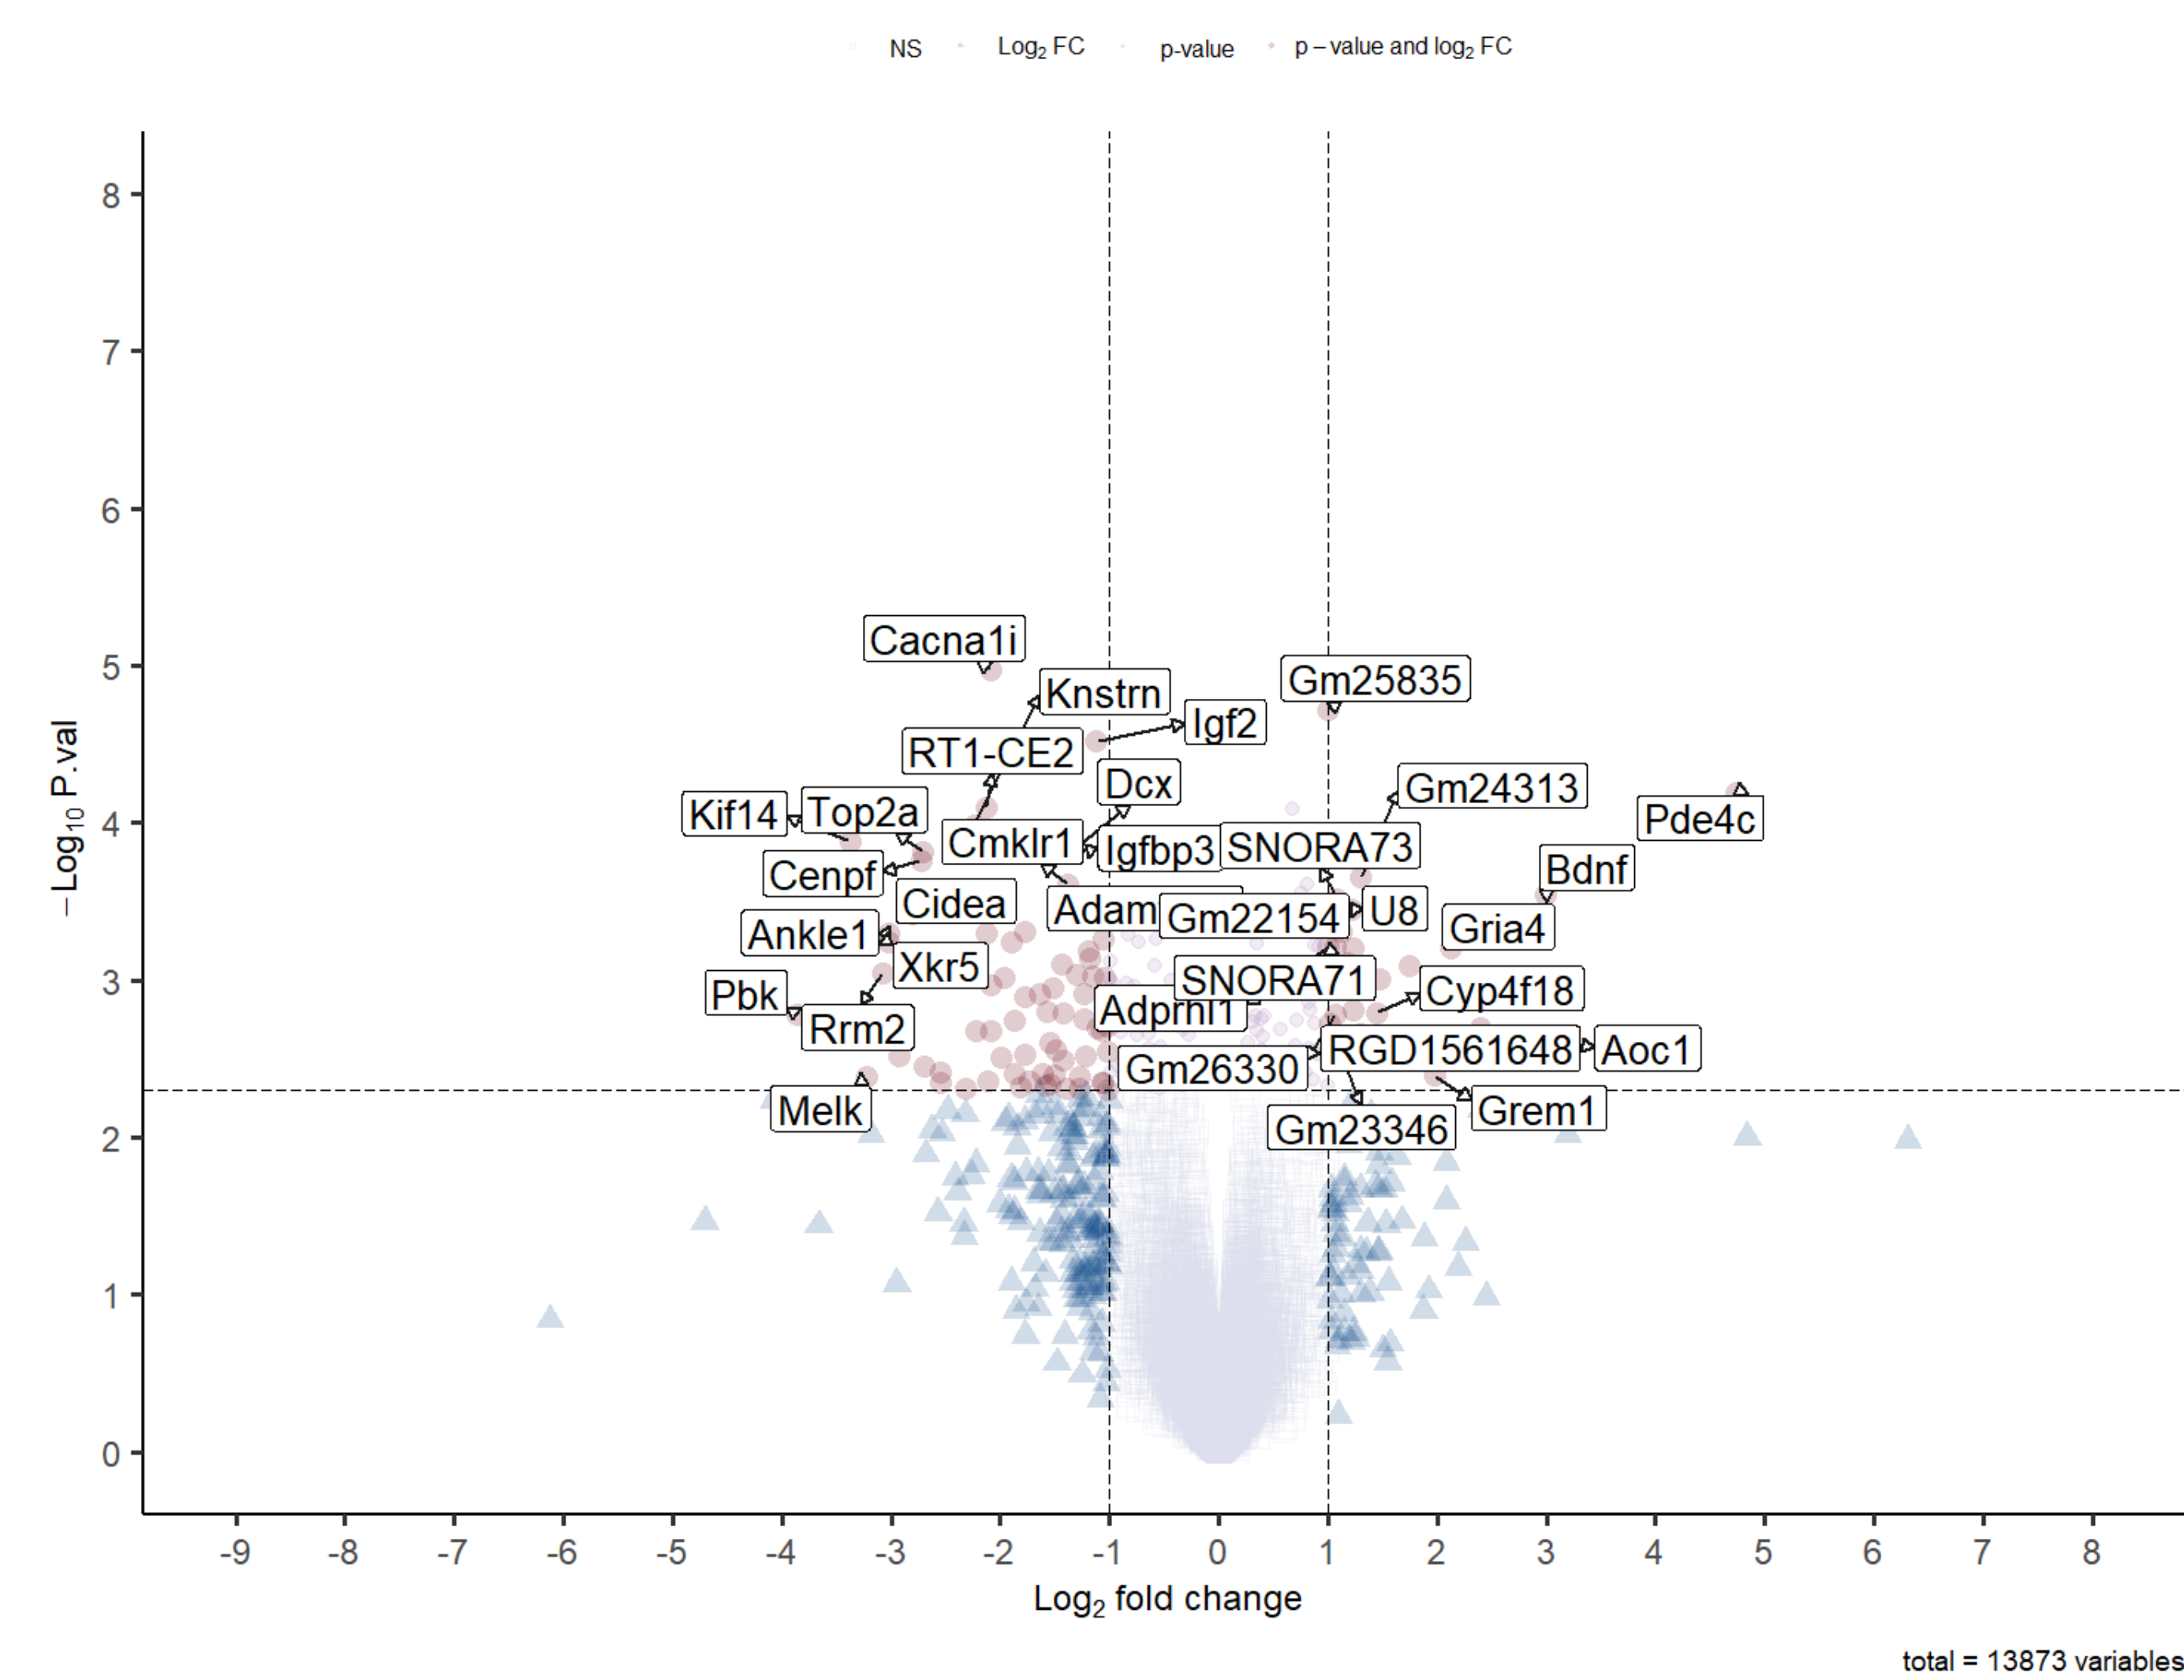

E

SCI\_8W.vs.control\_8W

Visualisation based on p-value

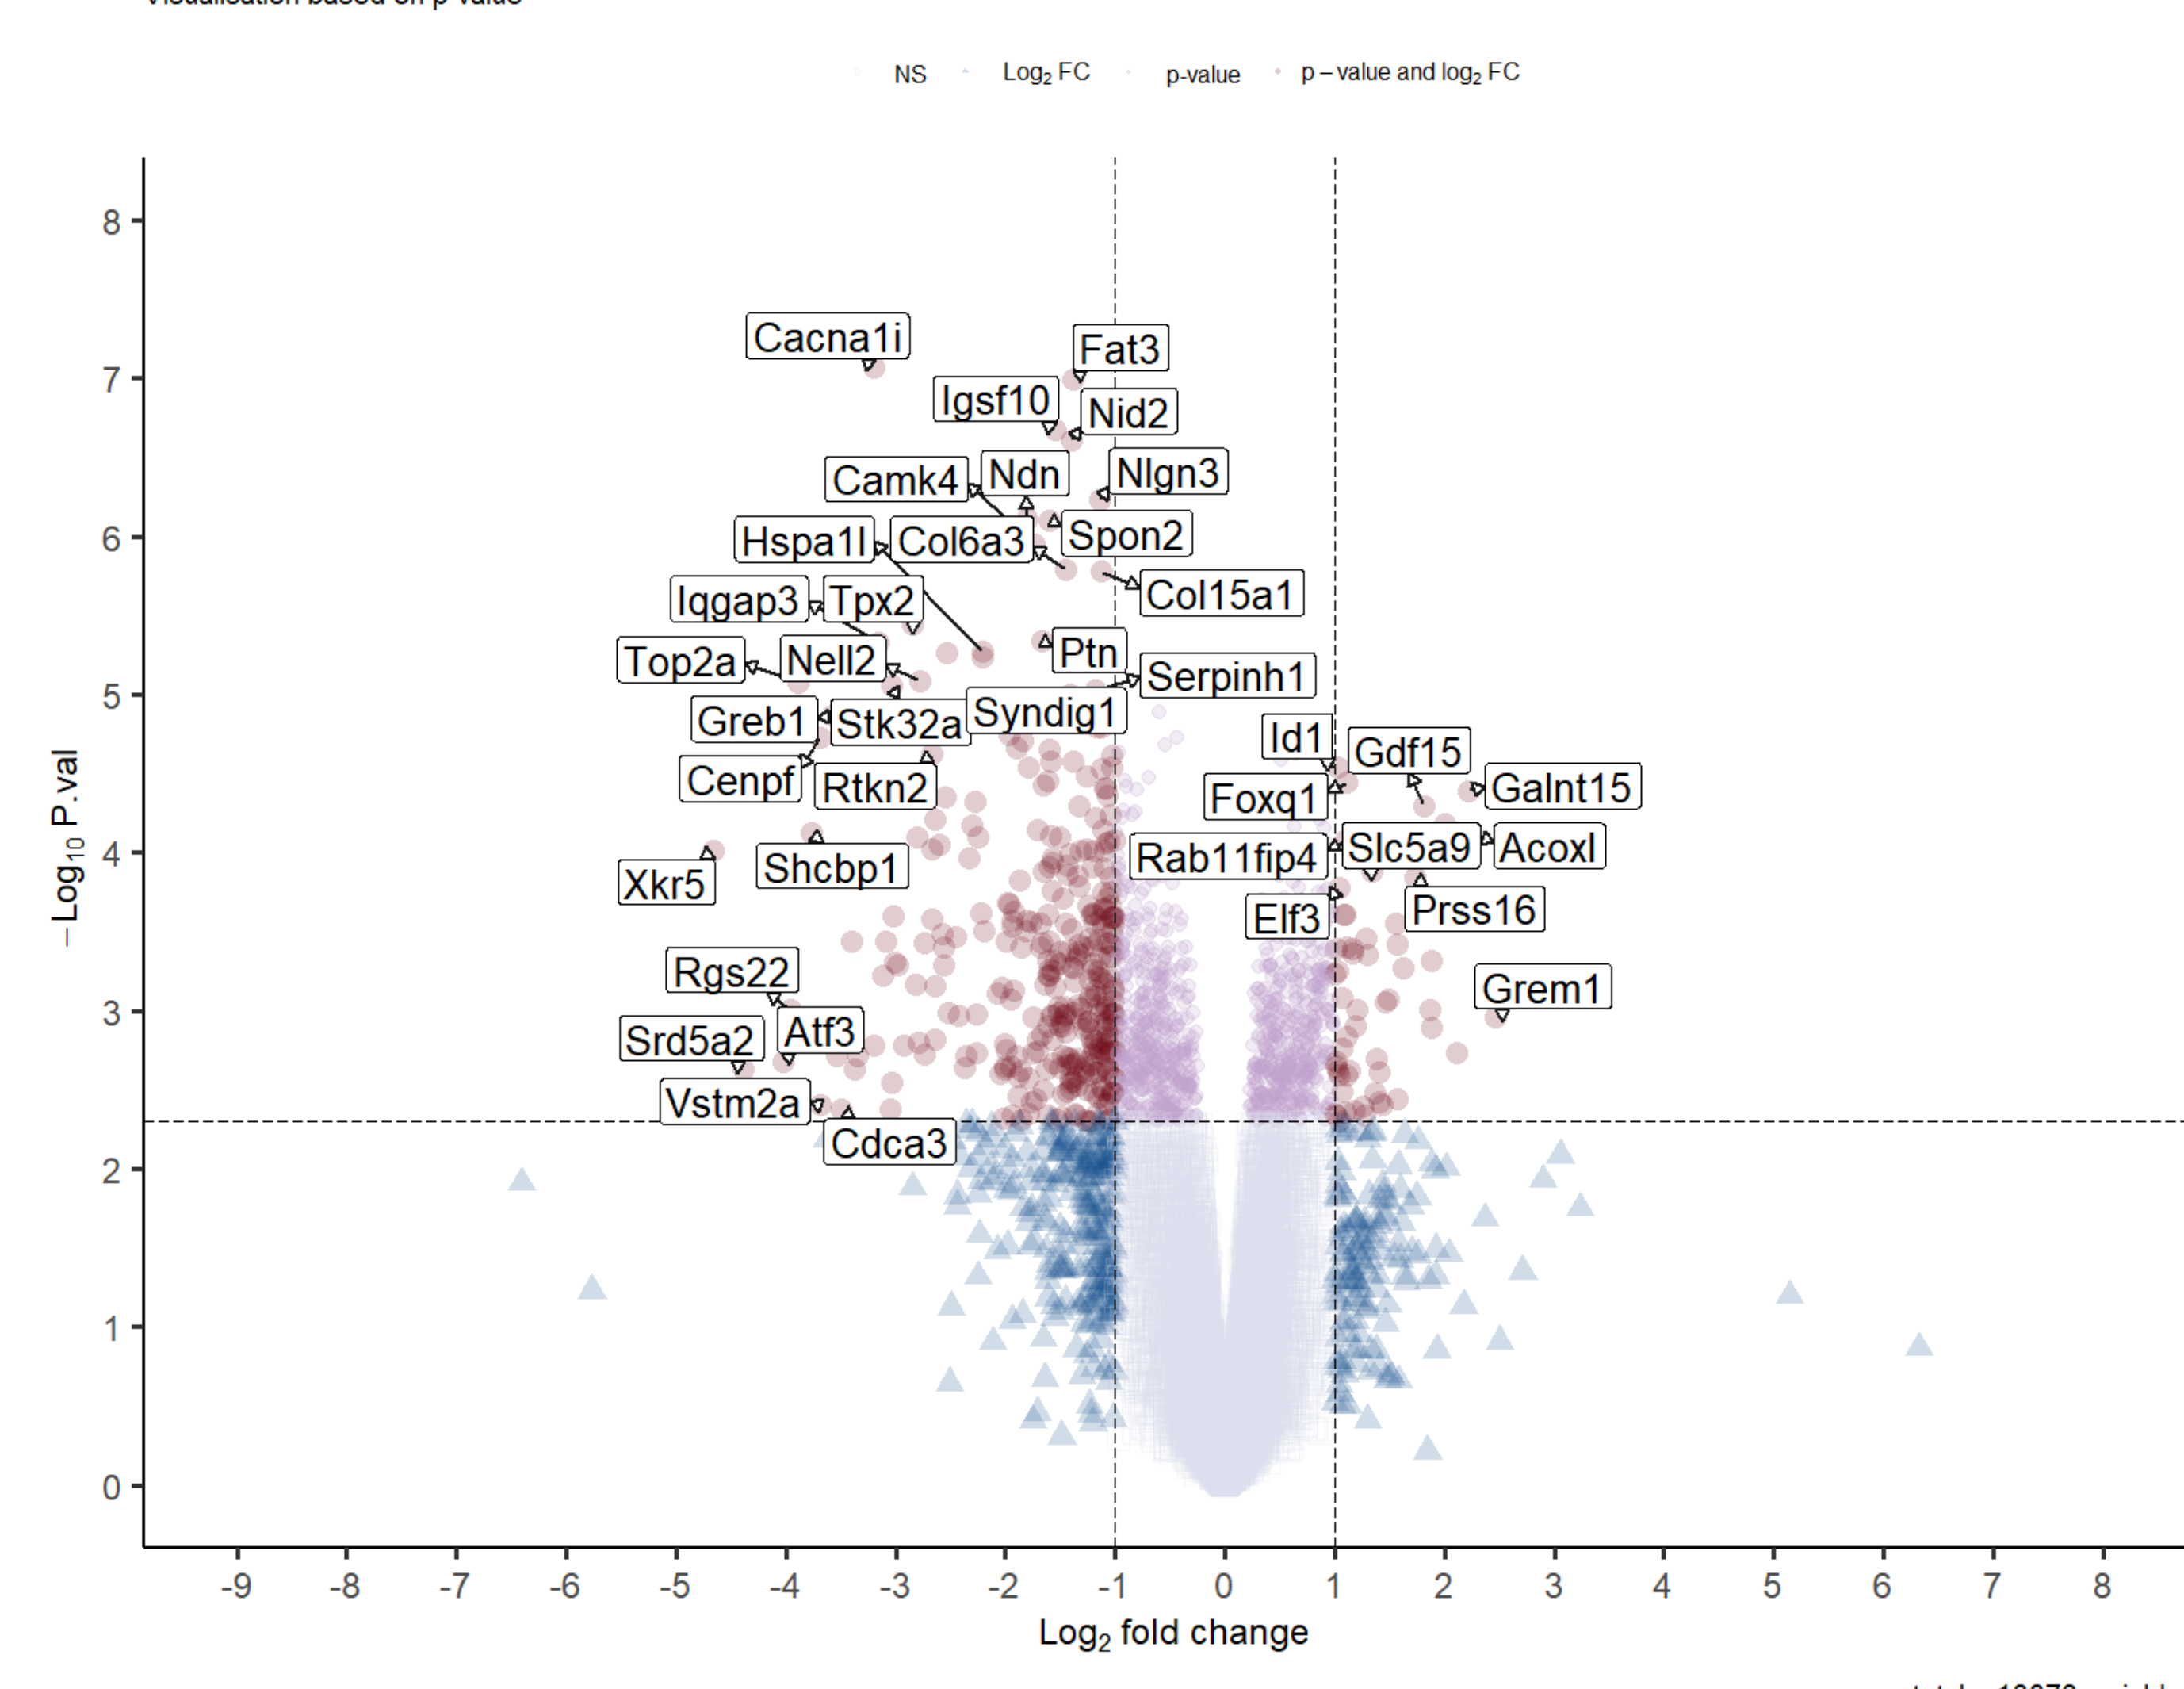

F

SCI\_16W.vs.control\_16W

Visualisation based on p-value

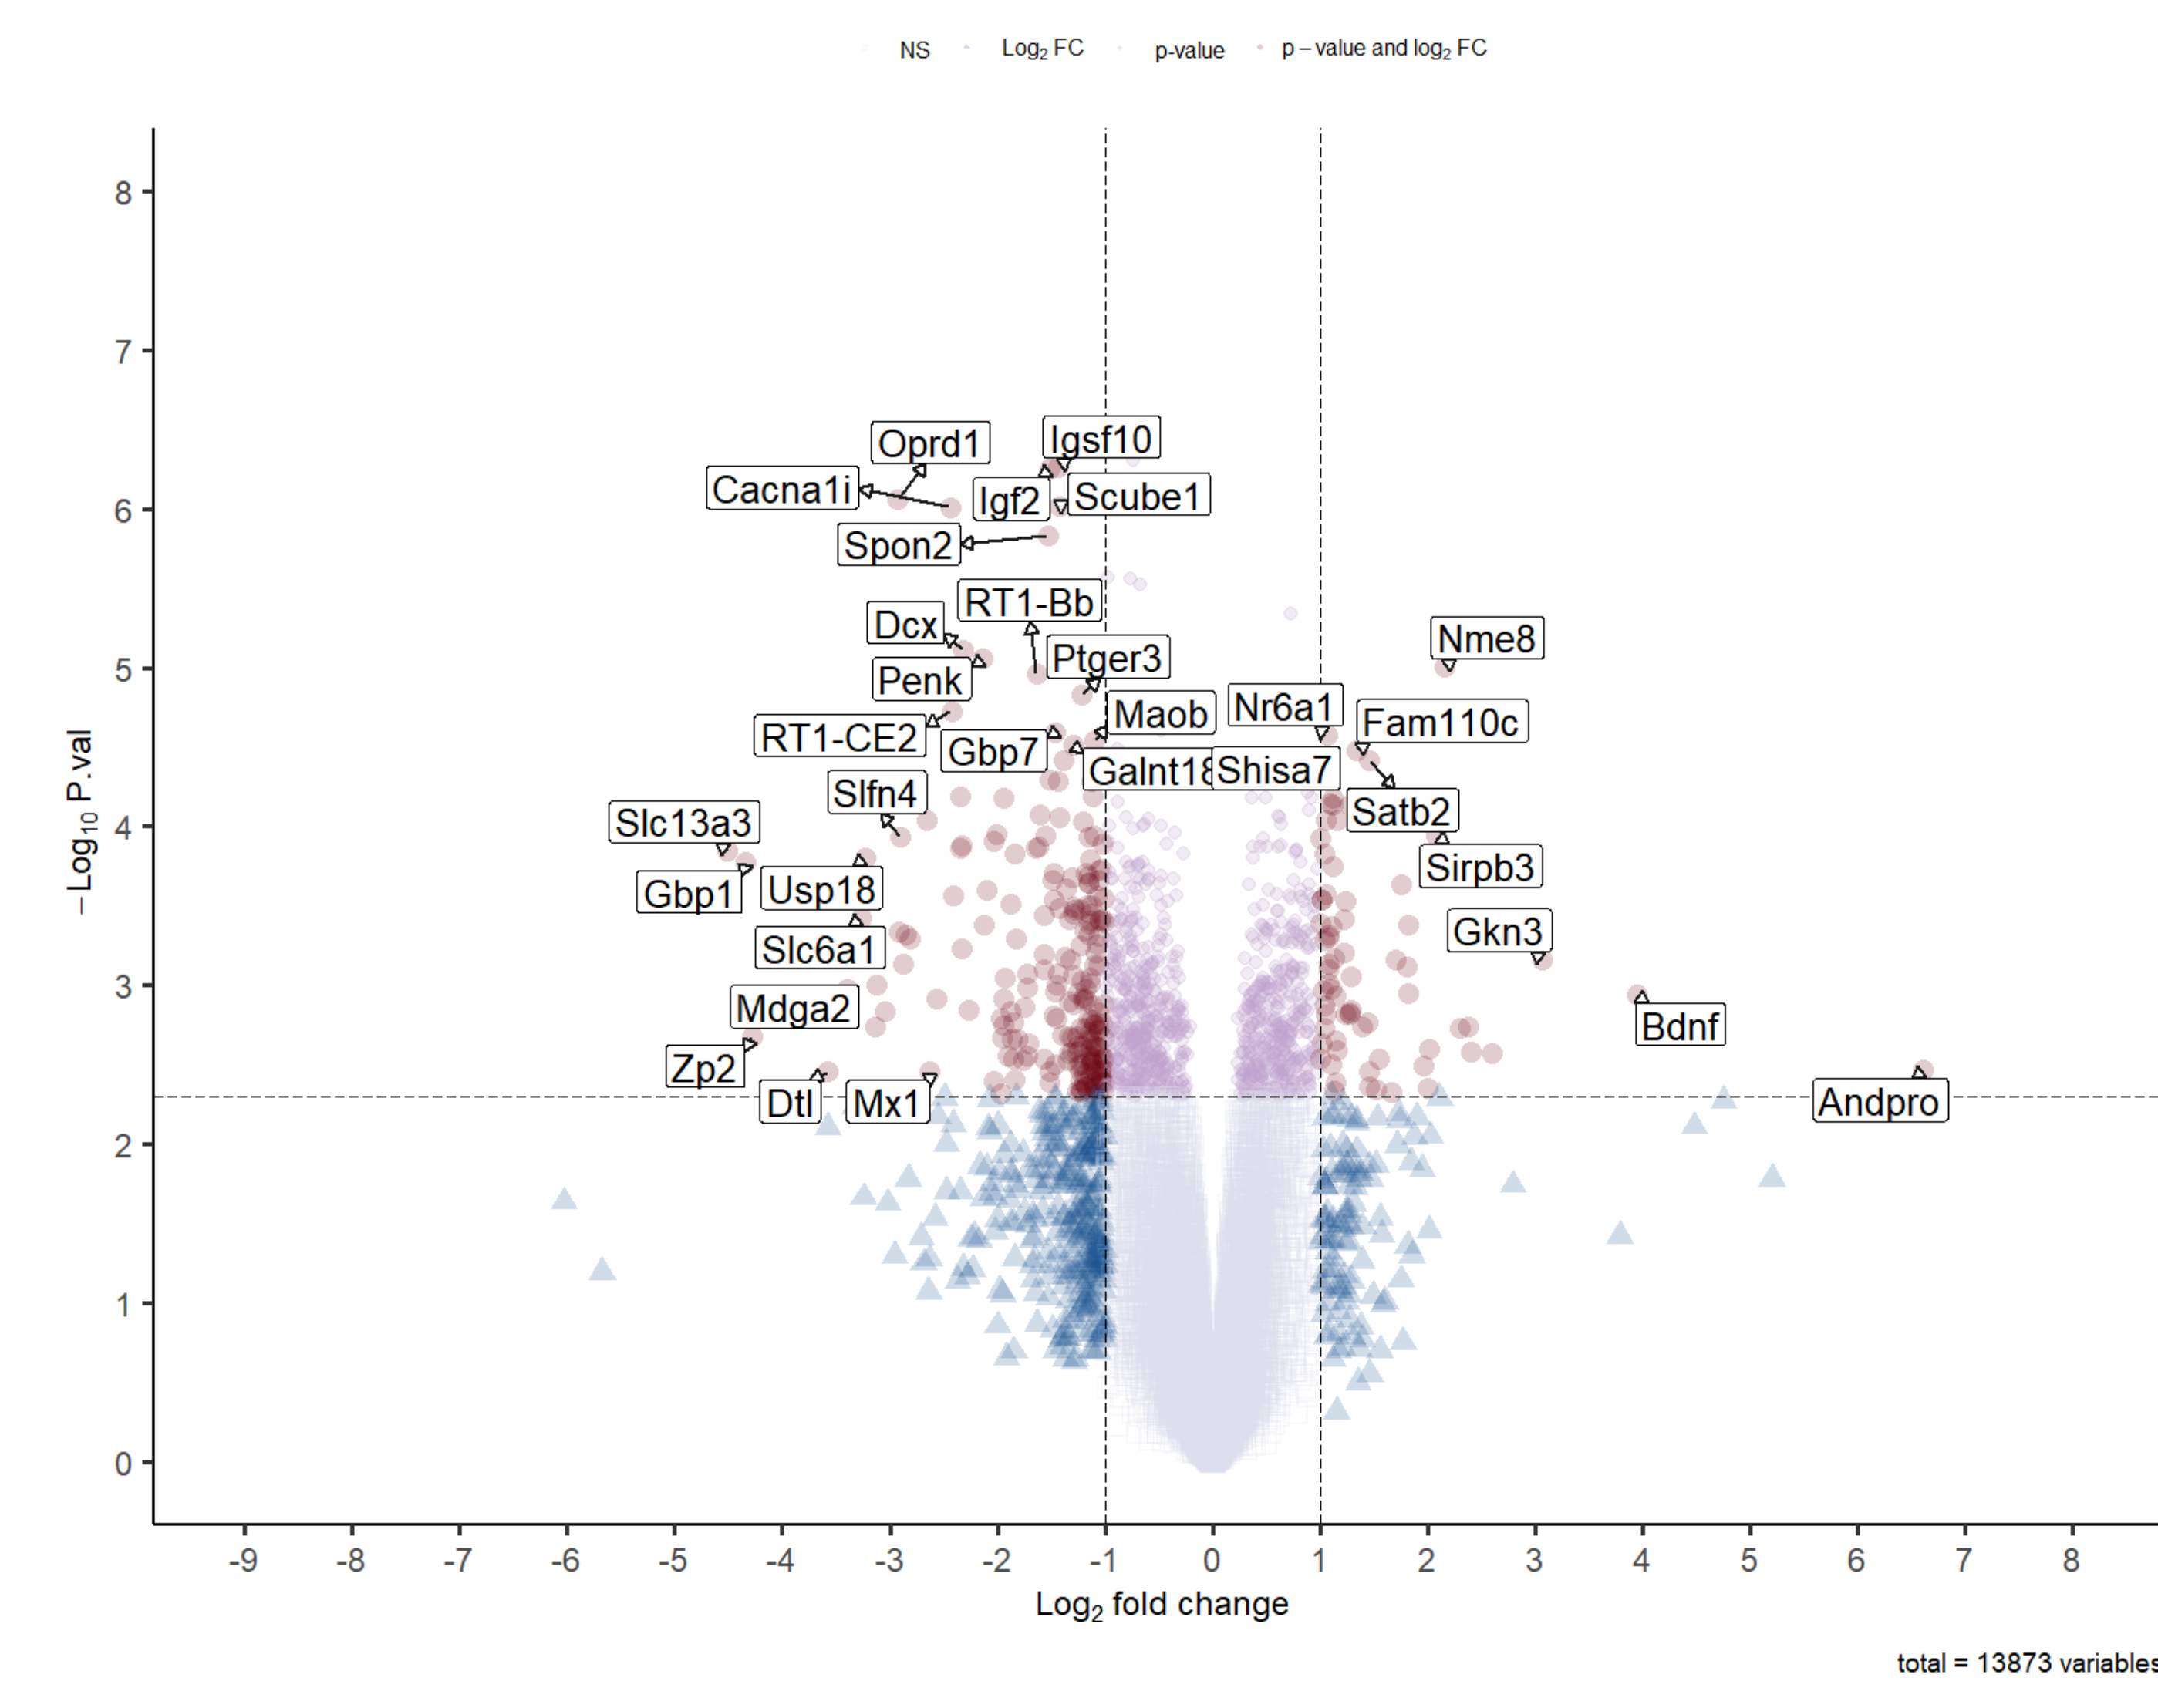

G

Top 500 genes based on p-value in 2 weeks post SCI vs 2 weeks Control  
Criteria:  $|\log FC| > 1$ ,  $p\text{-value} < 0.00795282515963943$ ,  $\log CPM > 3.7804989361821$   
16 labeled

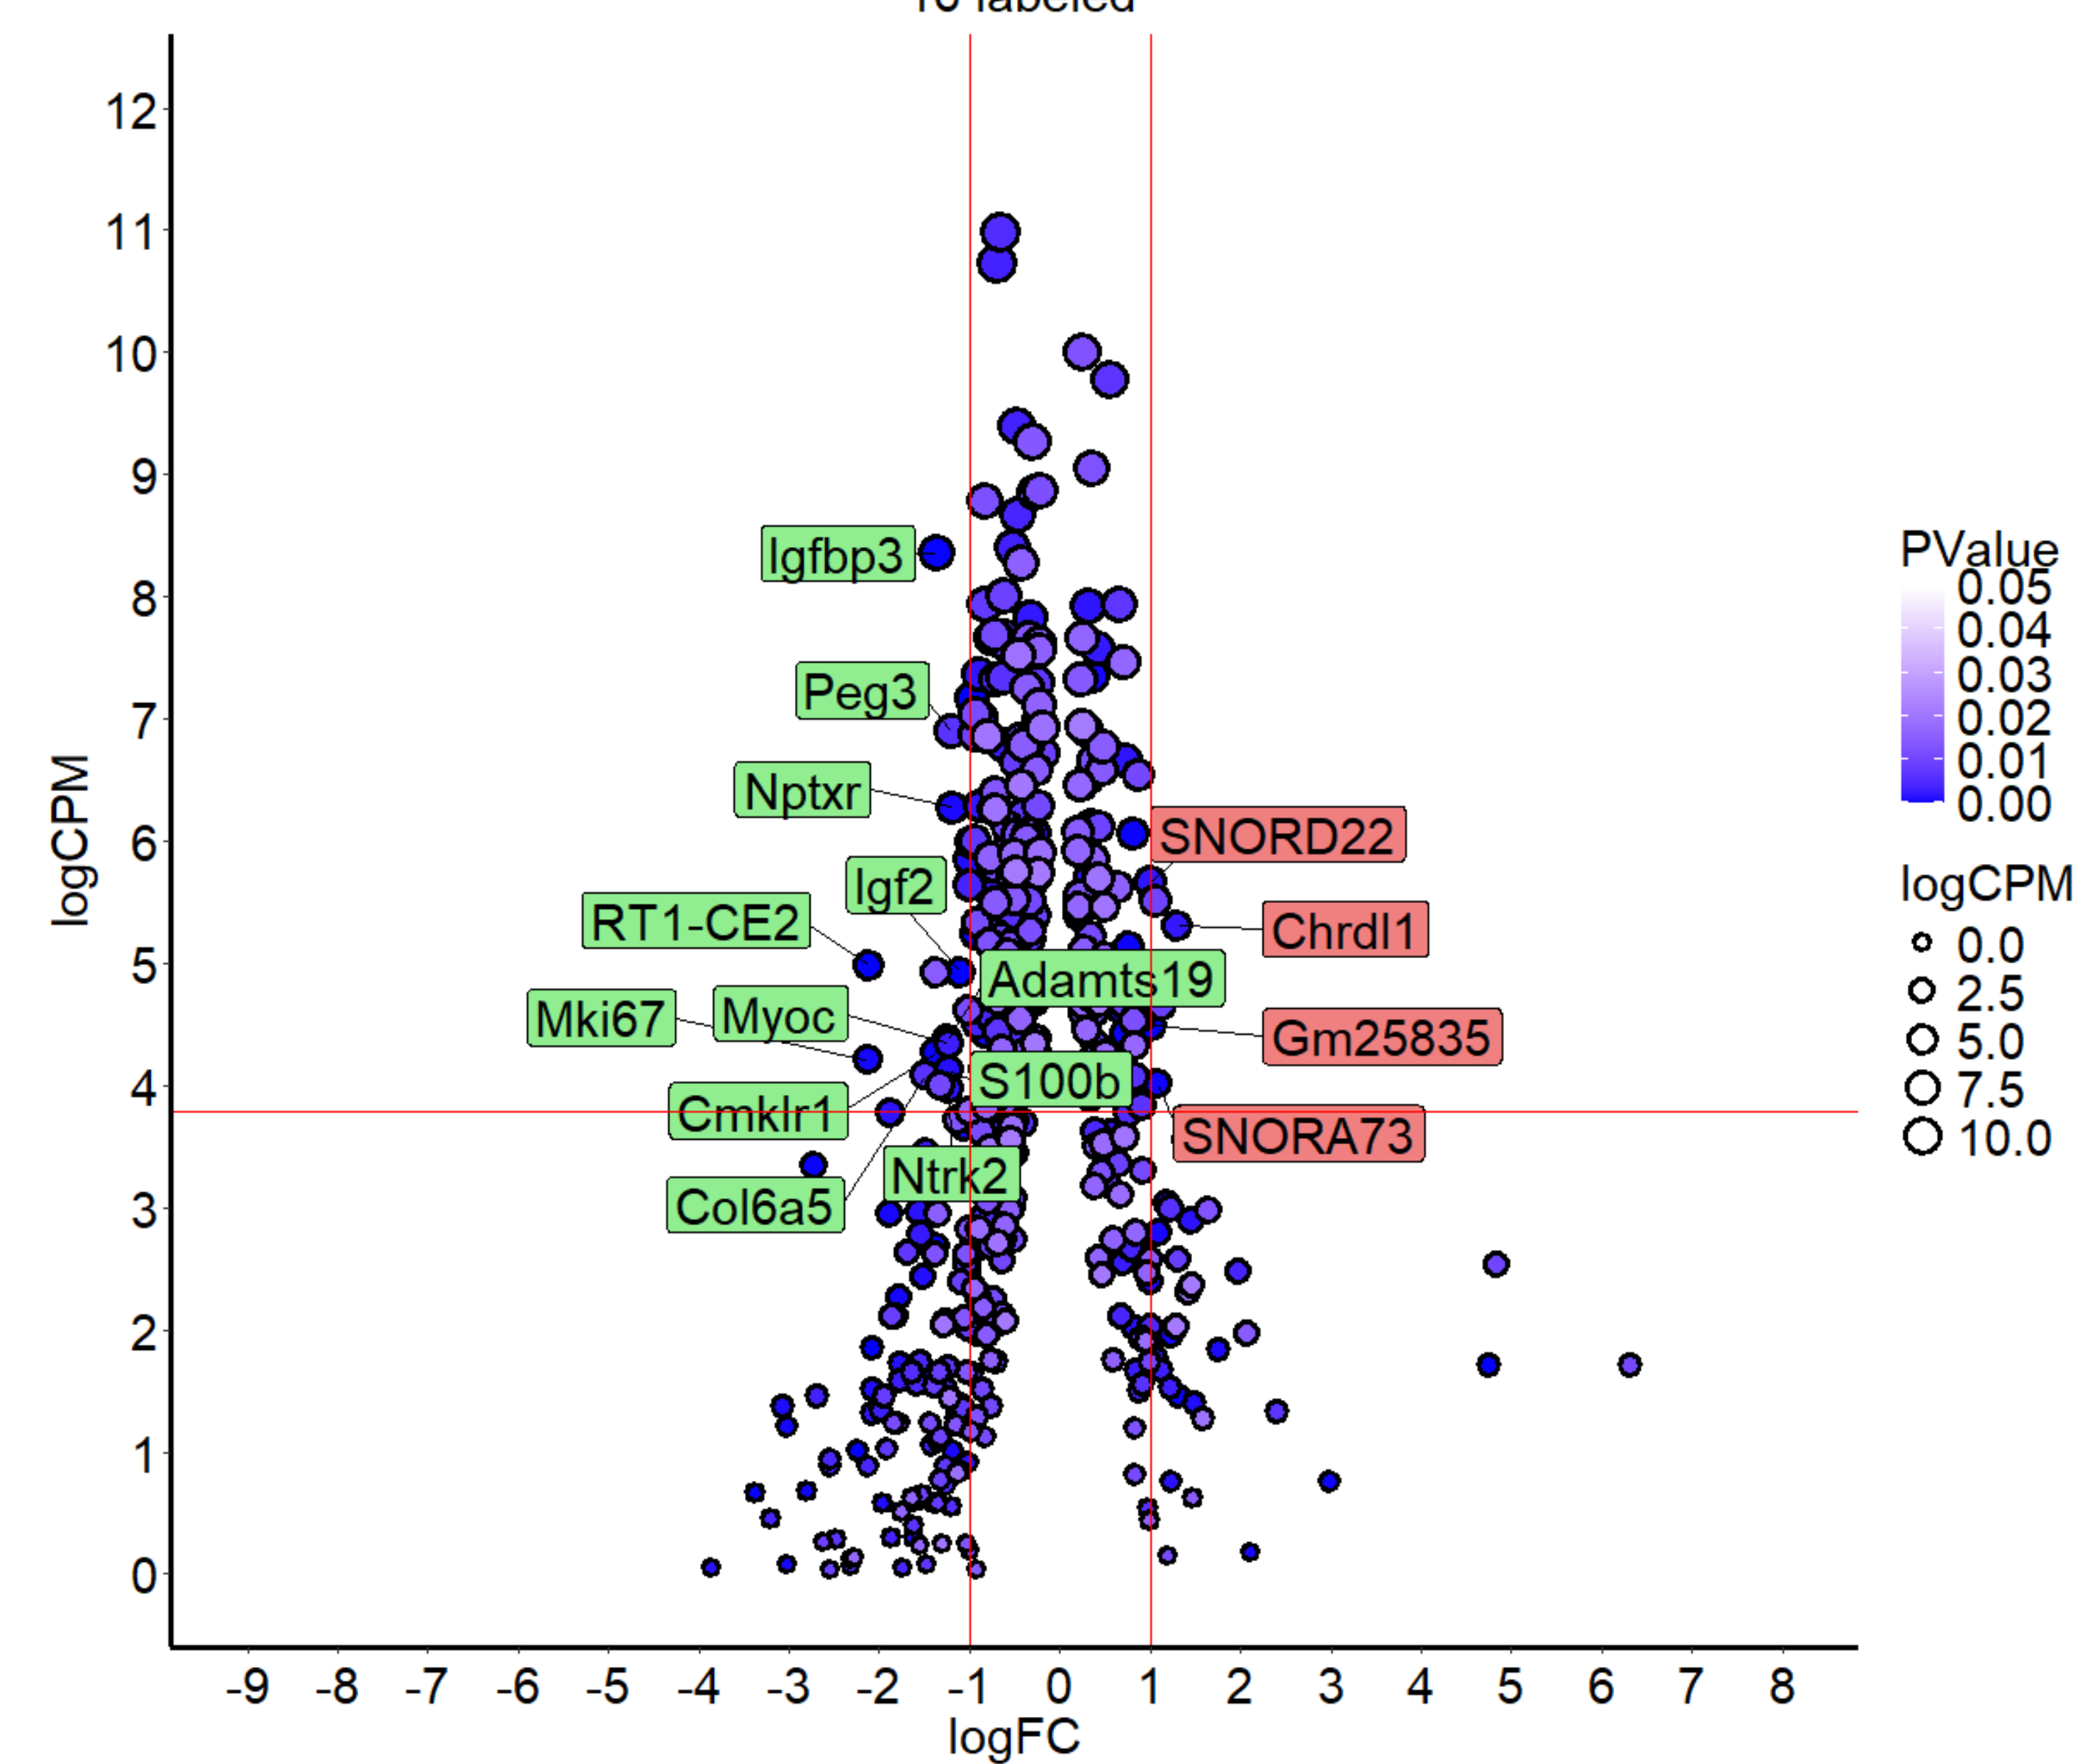

H

Top 500 genes based on p-value in 8 weeks post SCI vs 8 weeks Control  
Criteria:  $|\log FC| > 1$ ,  $p\text{-value} < 0.000344086371559076$ ,  $\log CPM > 5.2960734746988$   
43 labeled

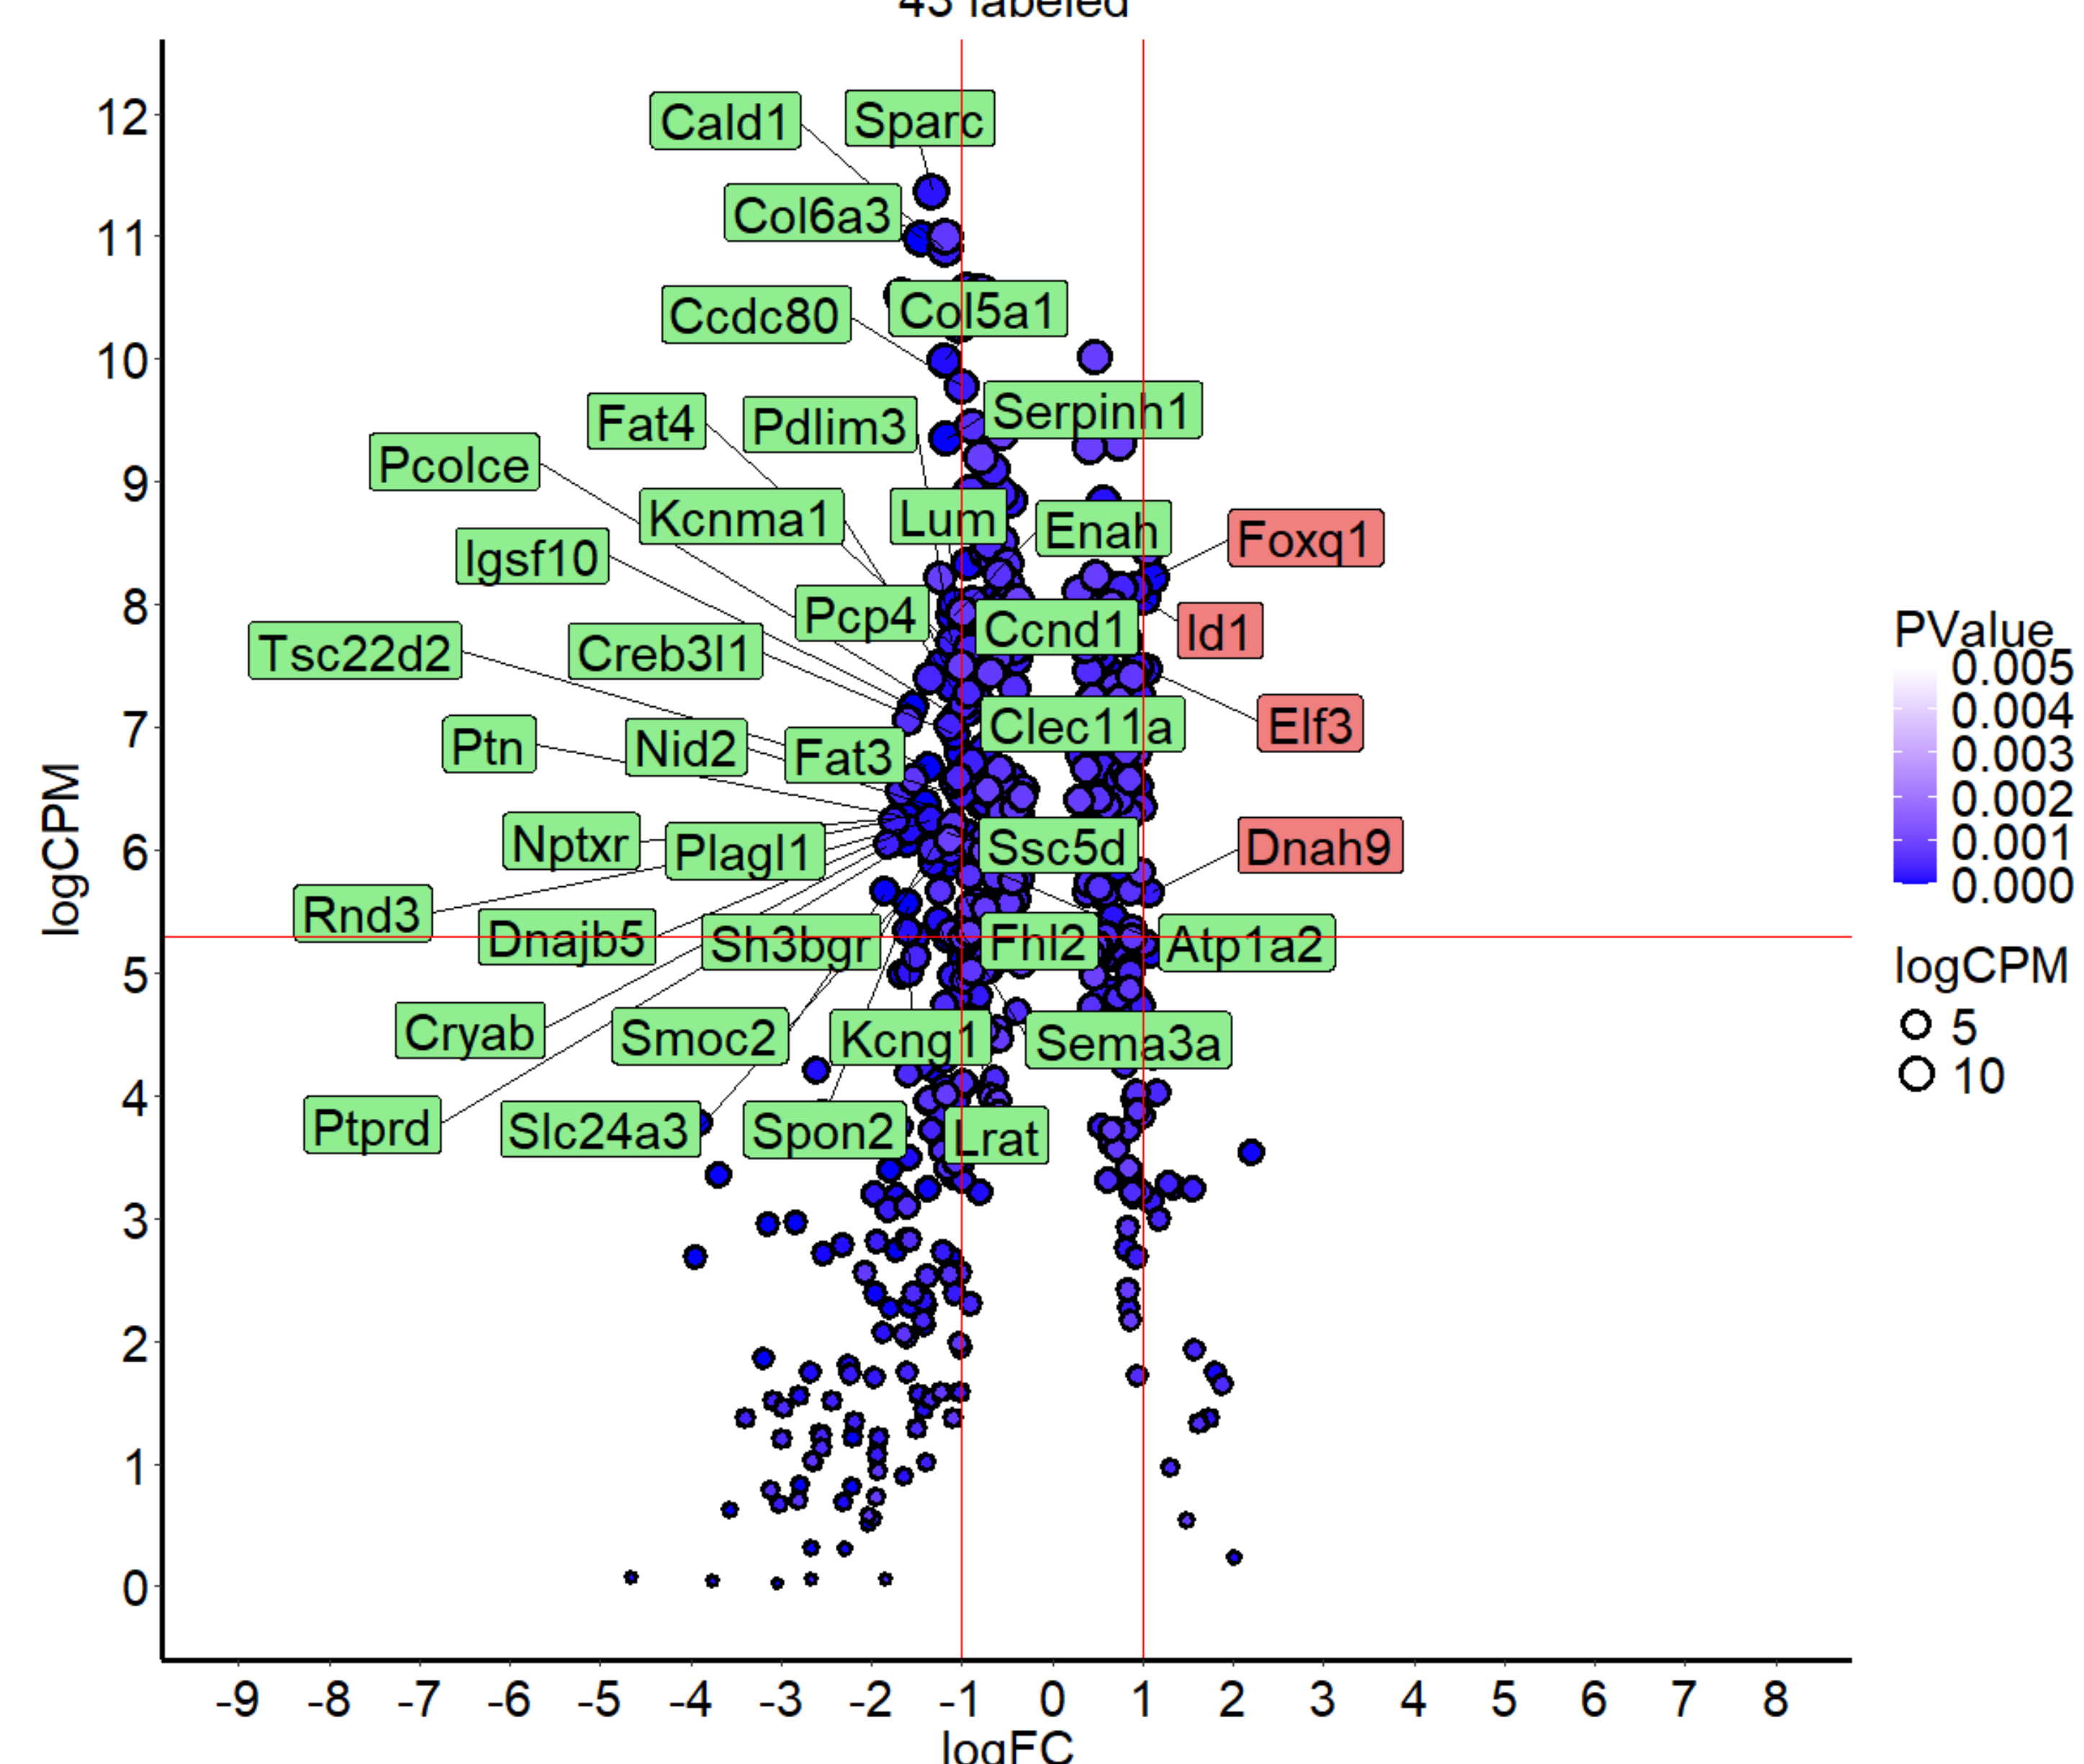

I

Top 500 genes based on p-value in 16 weeks post SCI vs 16 weeks Control  
Criteria:  $|\log FC| > 1$ ,  $p\text{-value} < 0.000524082483929052$ ,  $\log CPM > 5.22448560559143$   
25 labeled

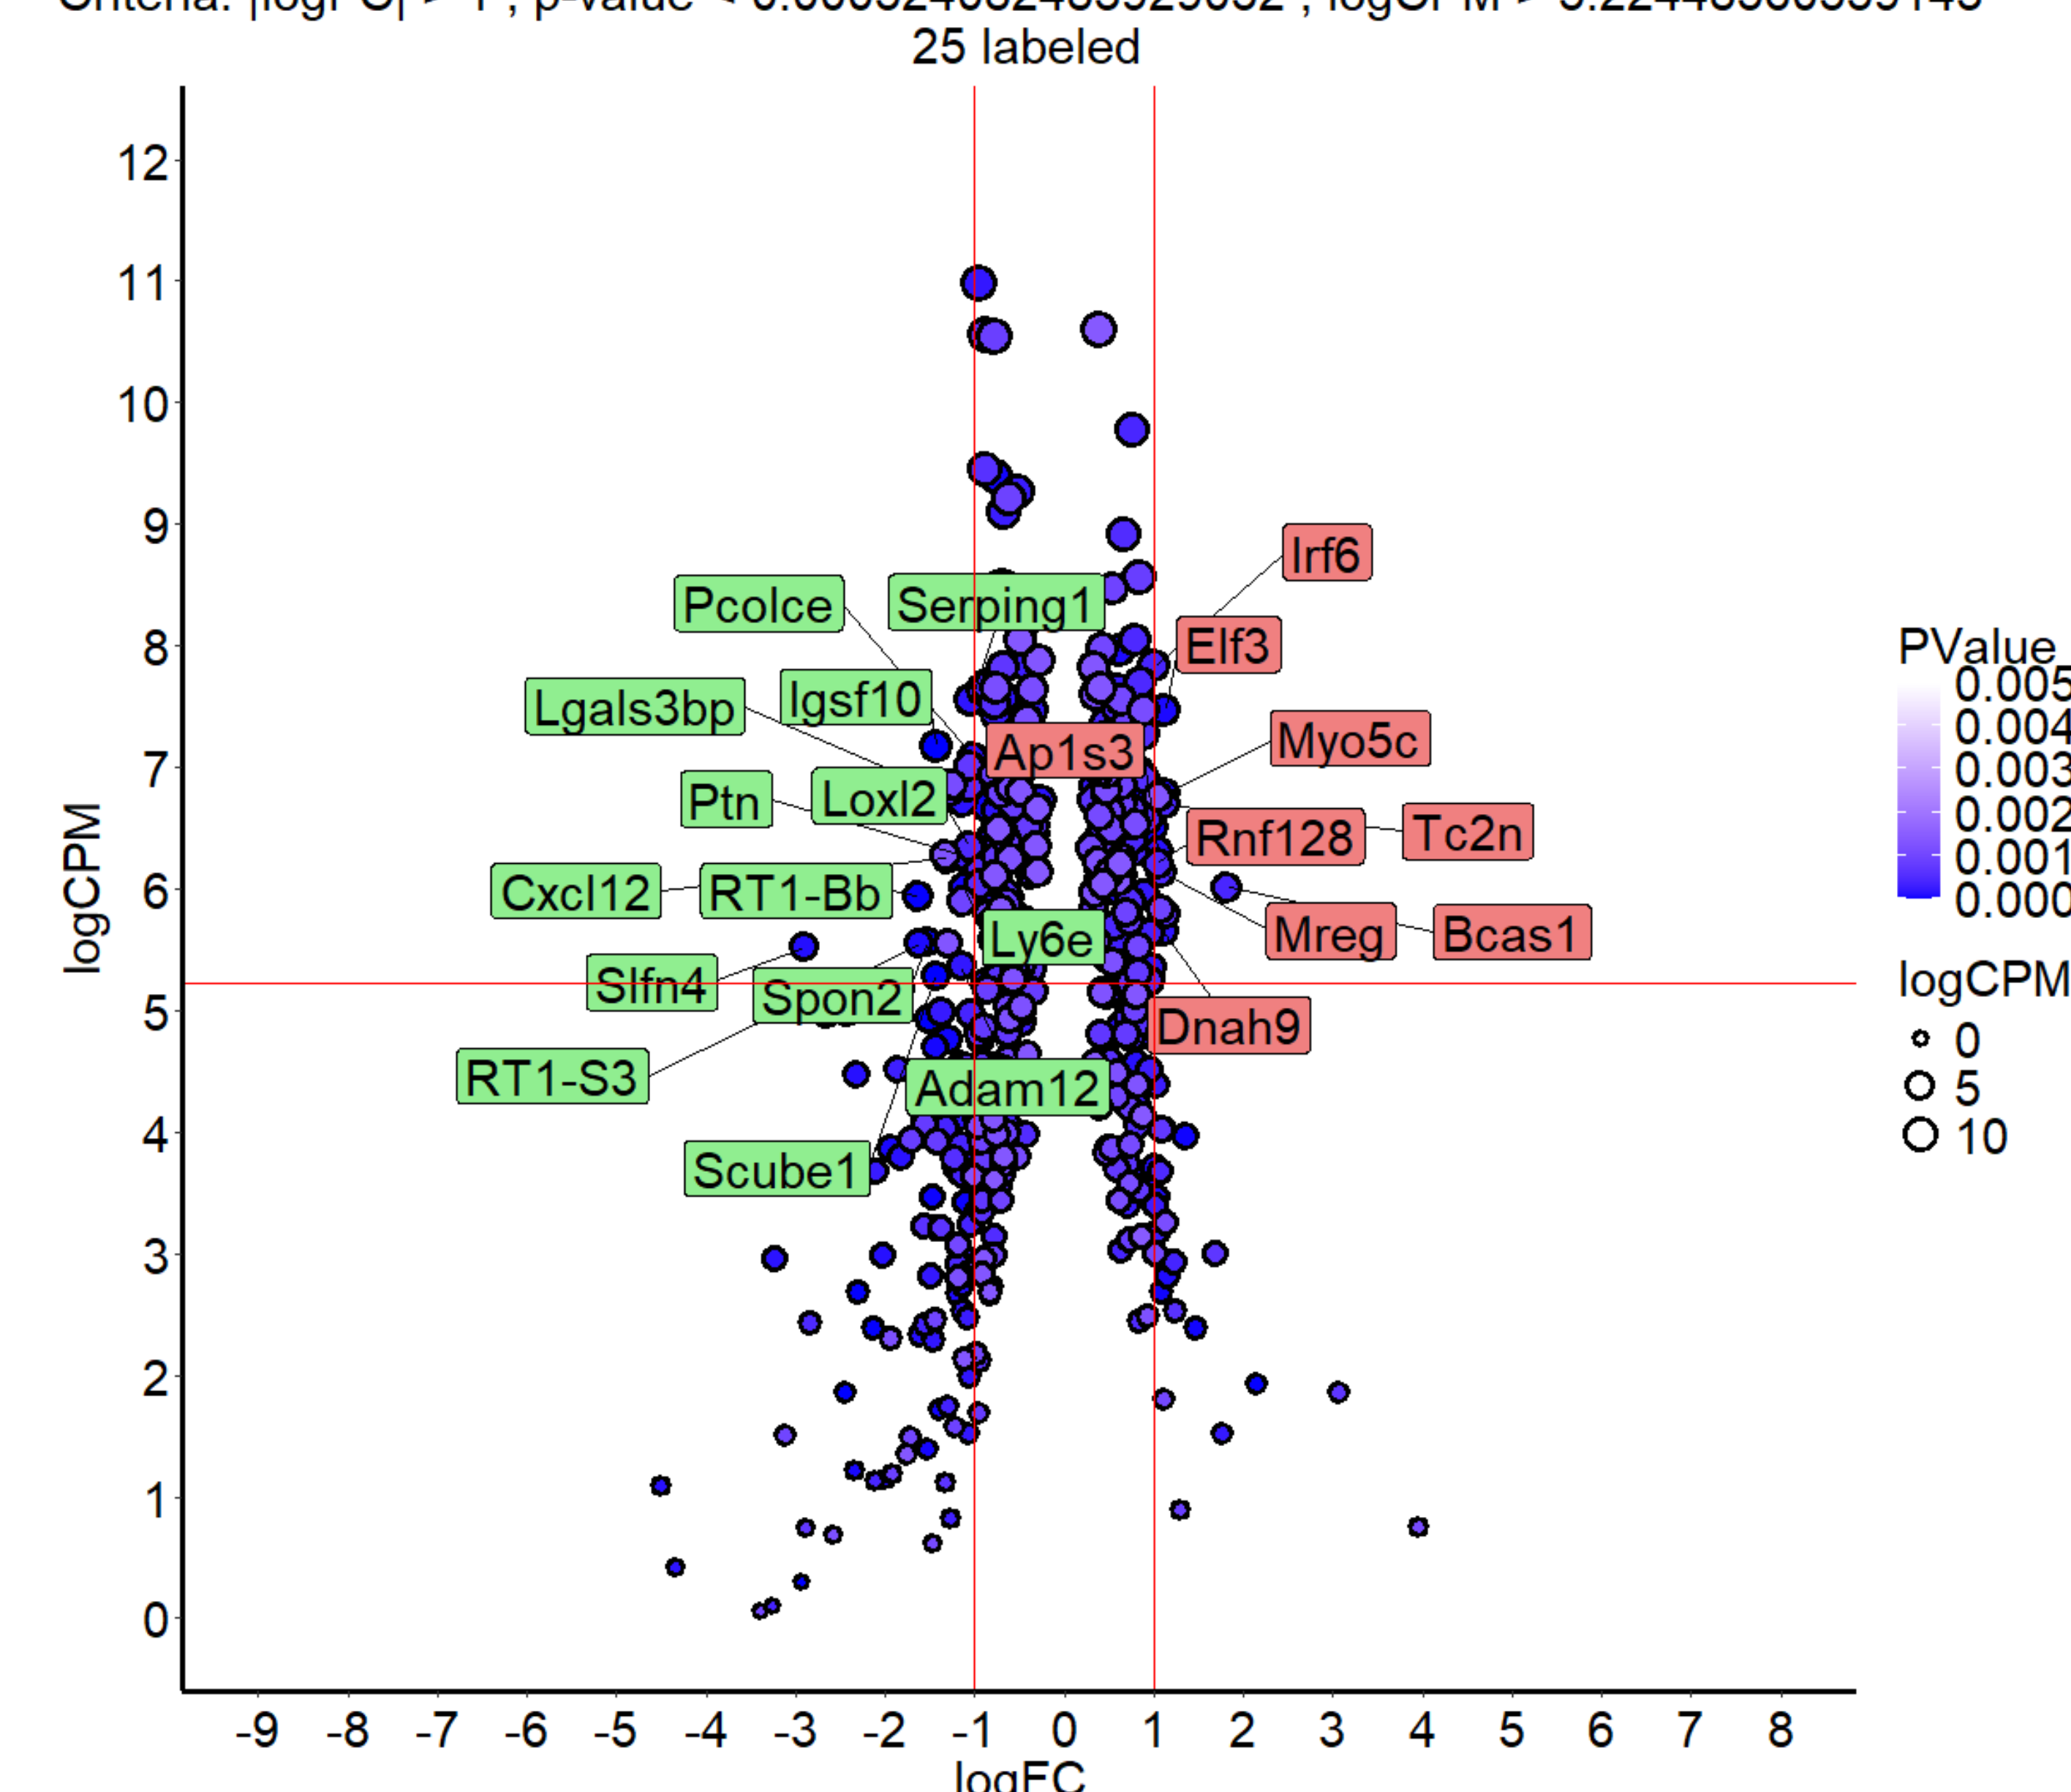

A

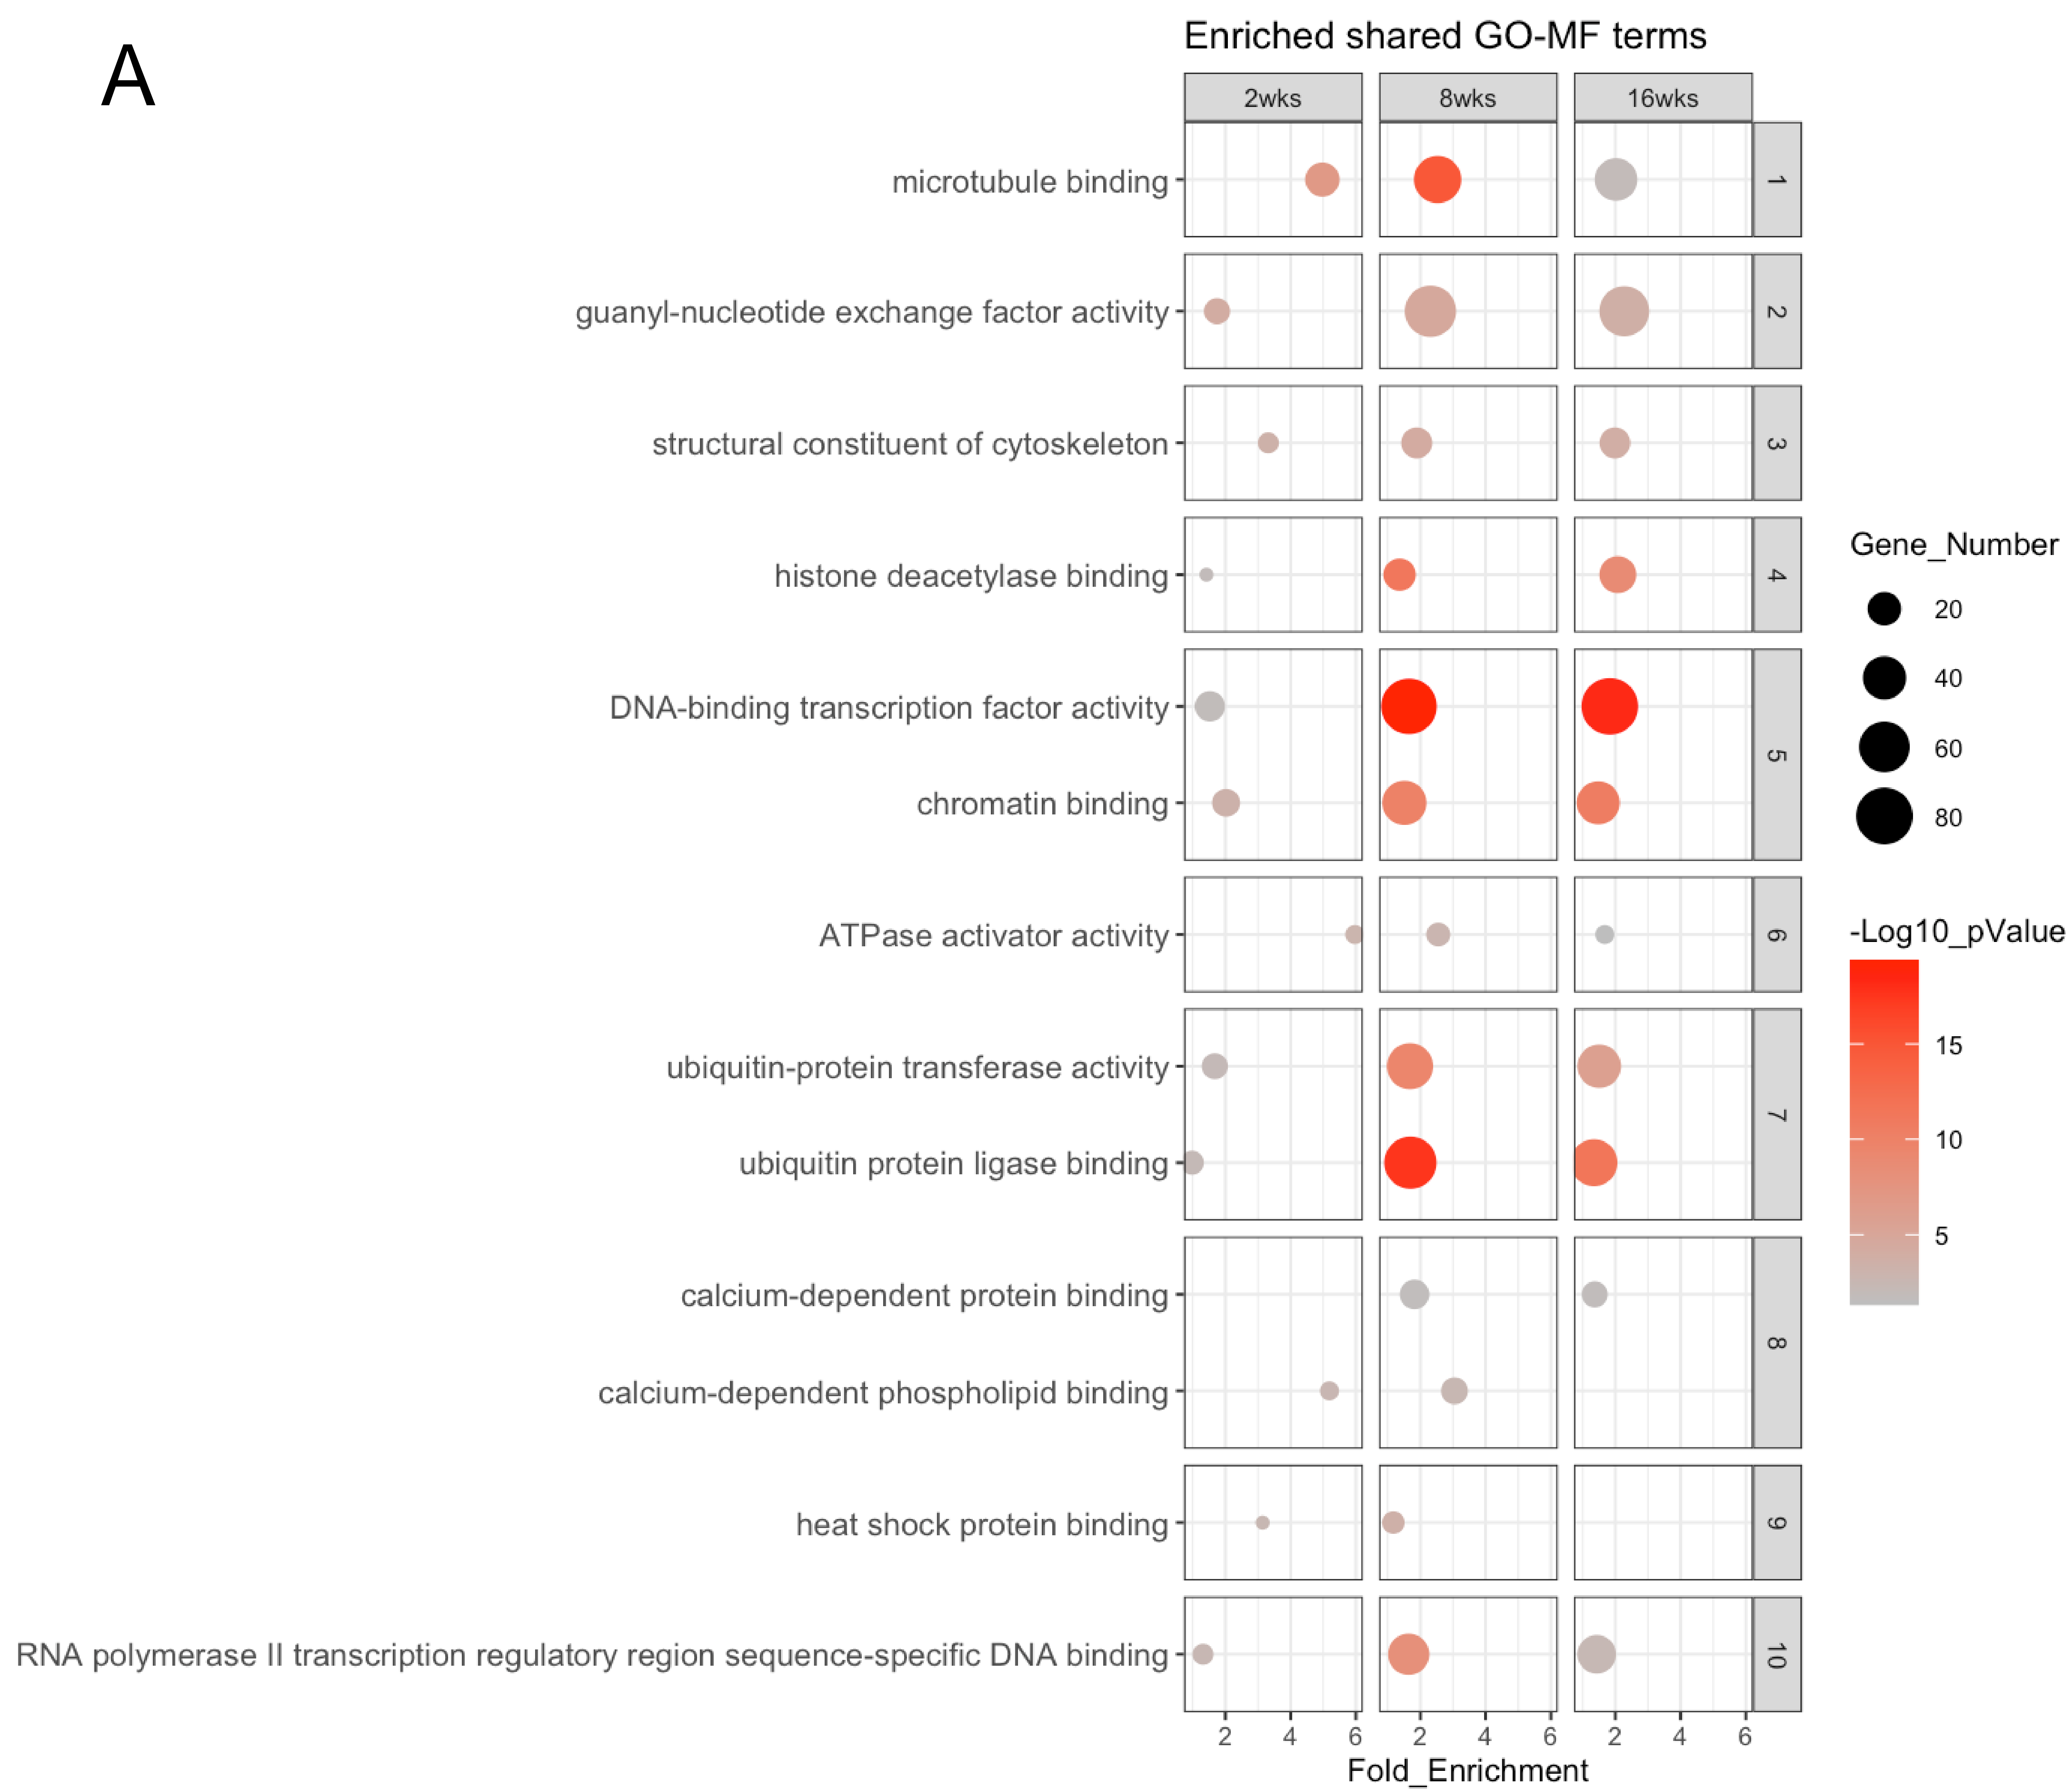

B

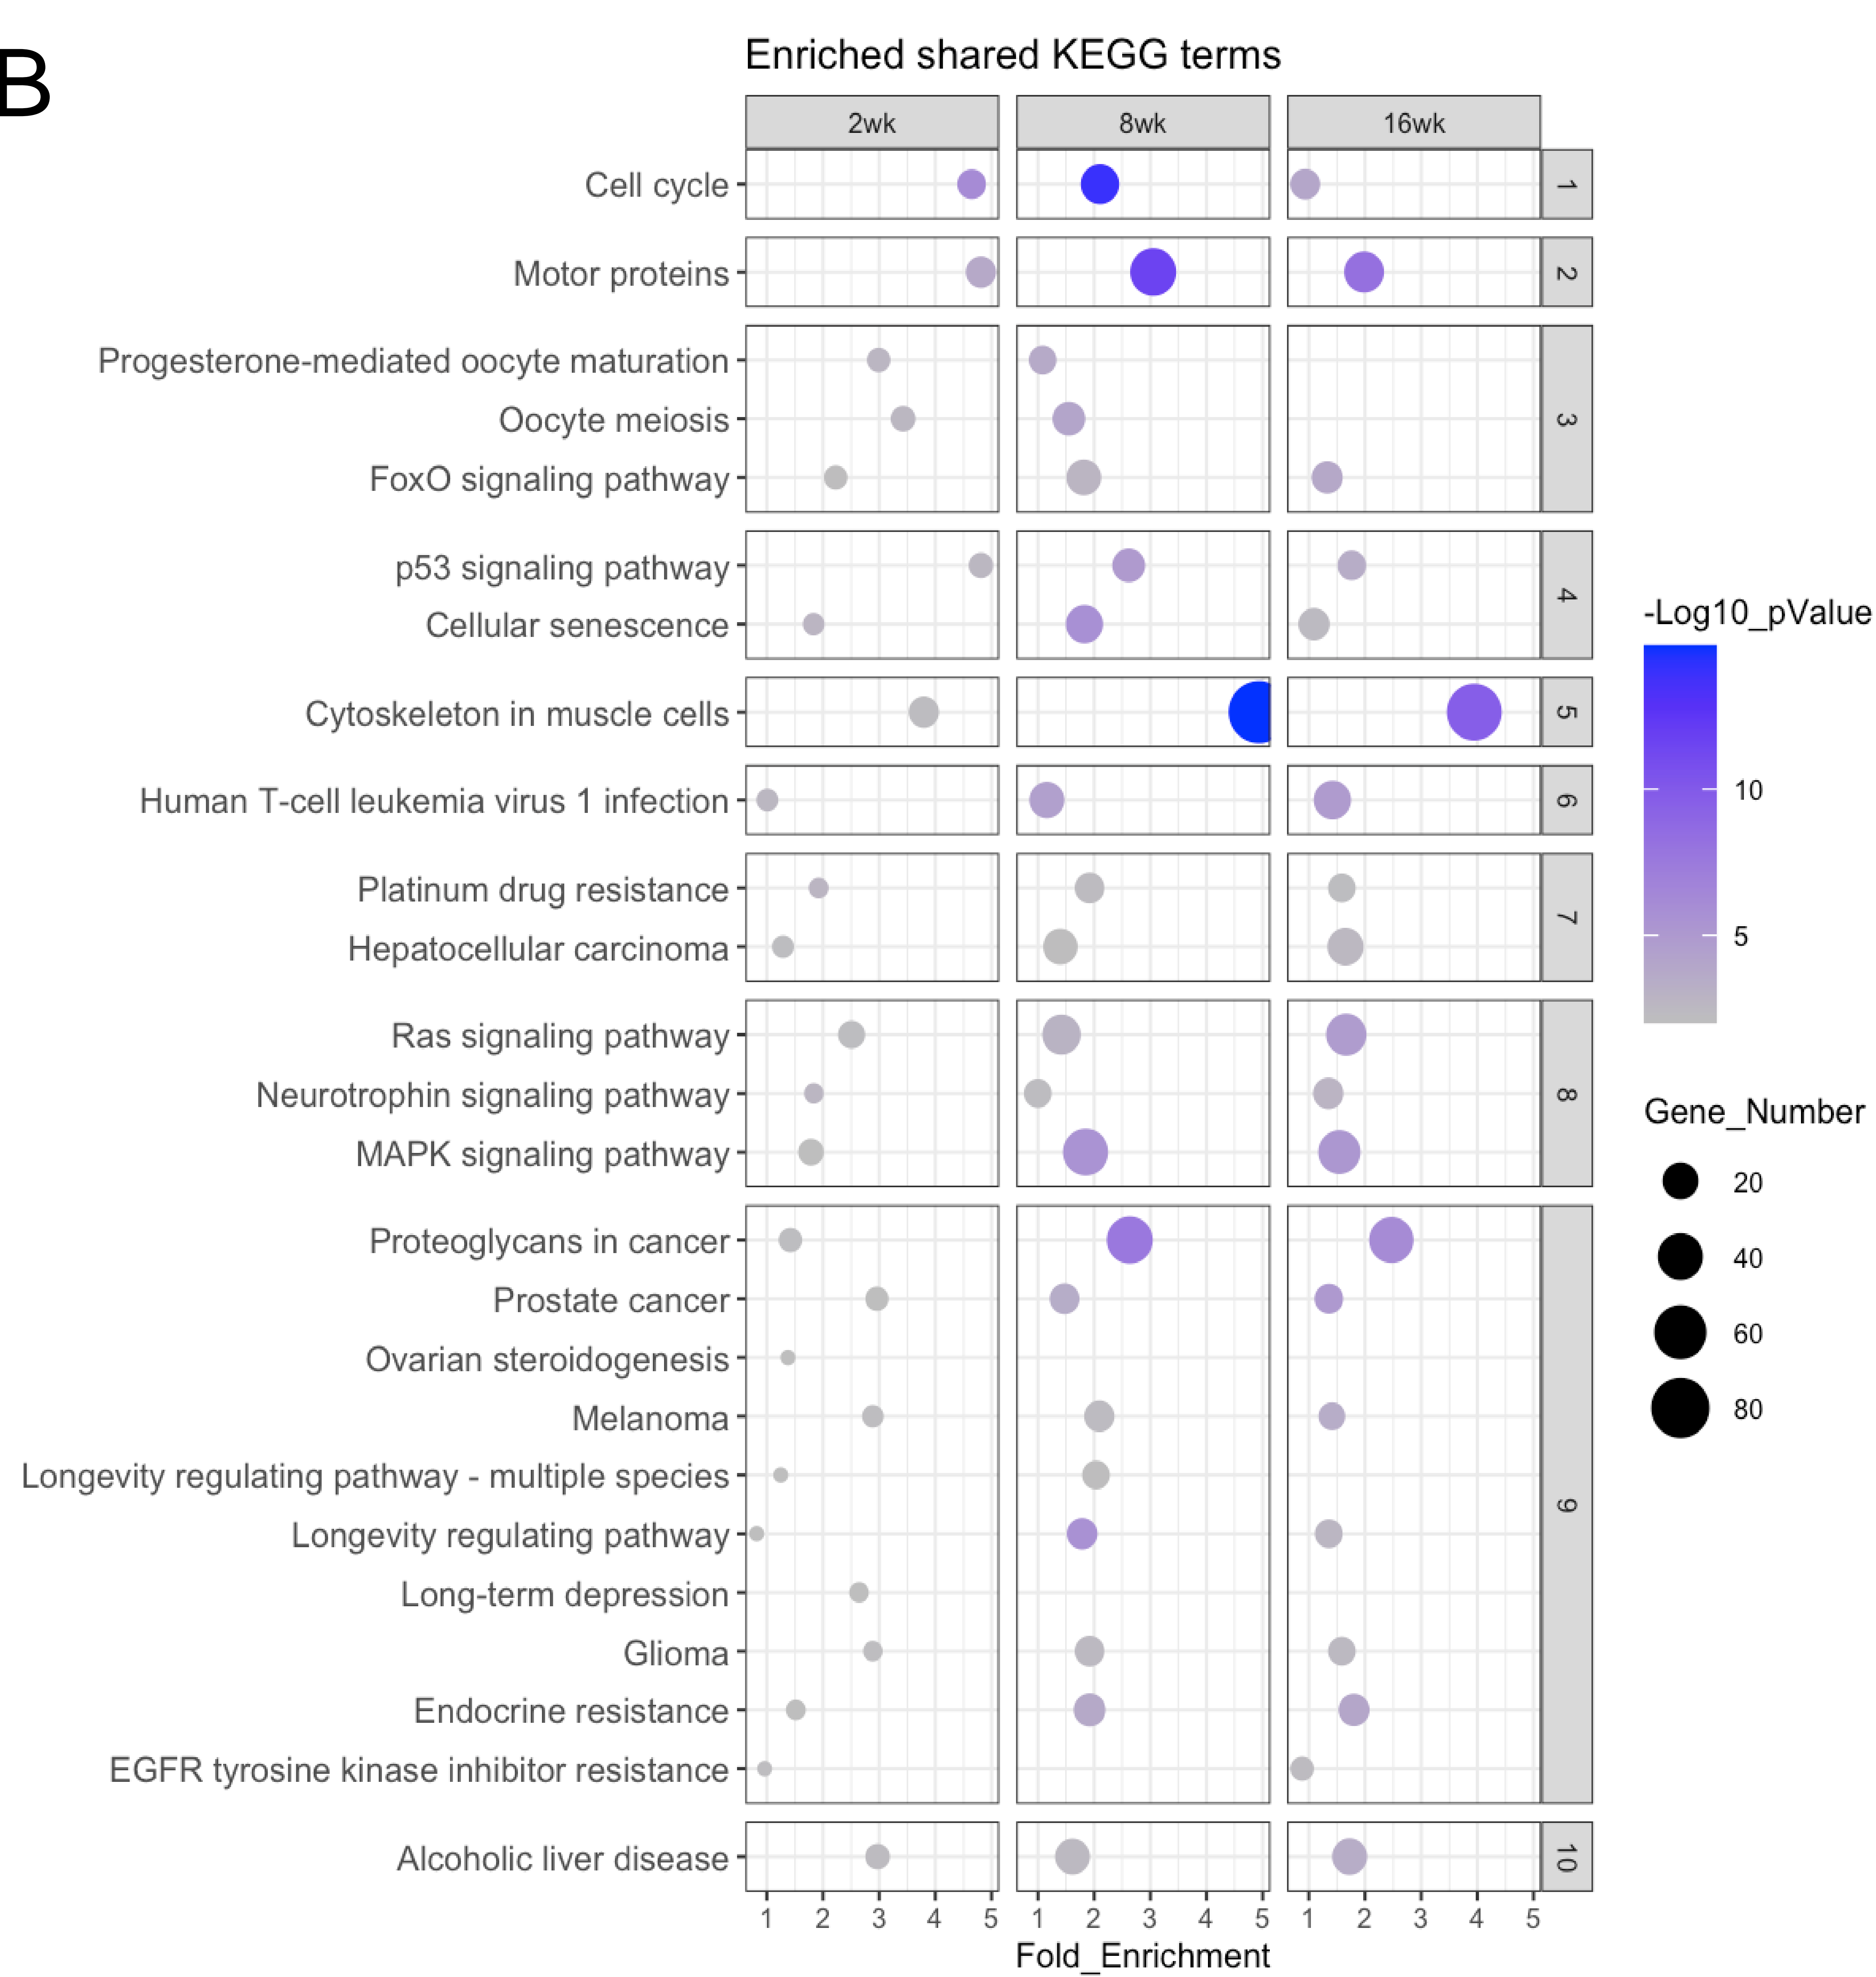

C

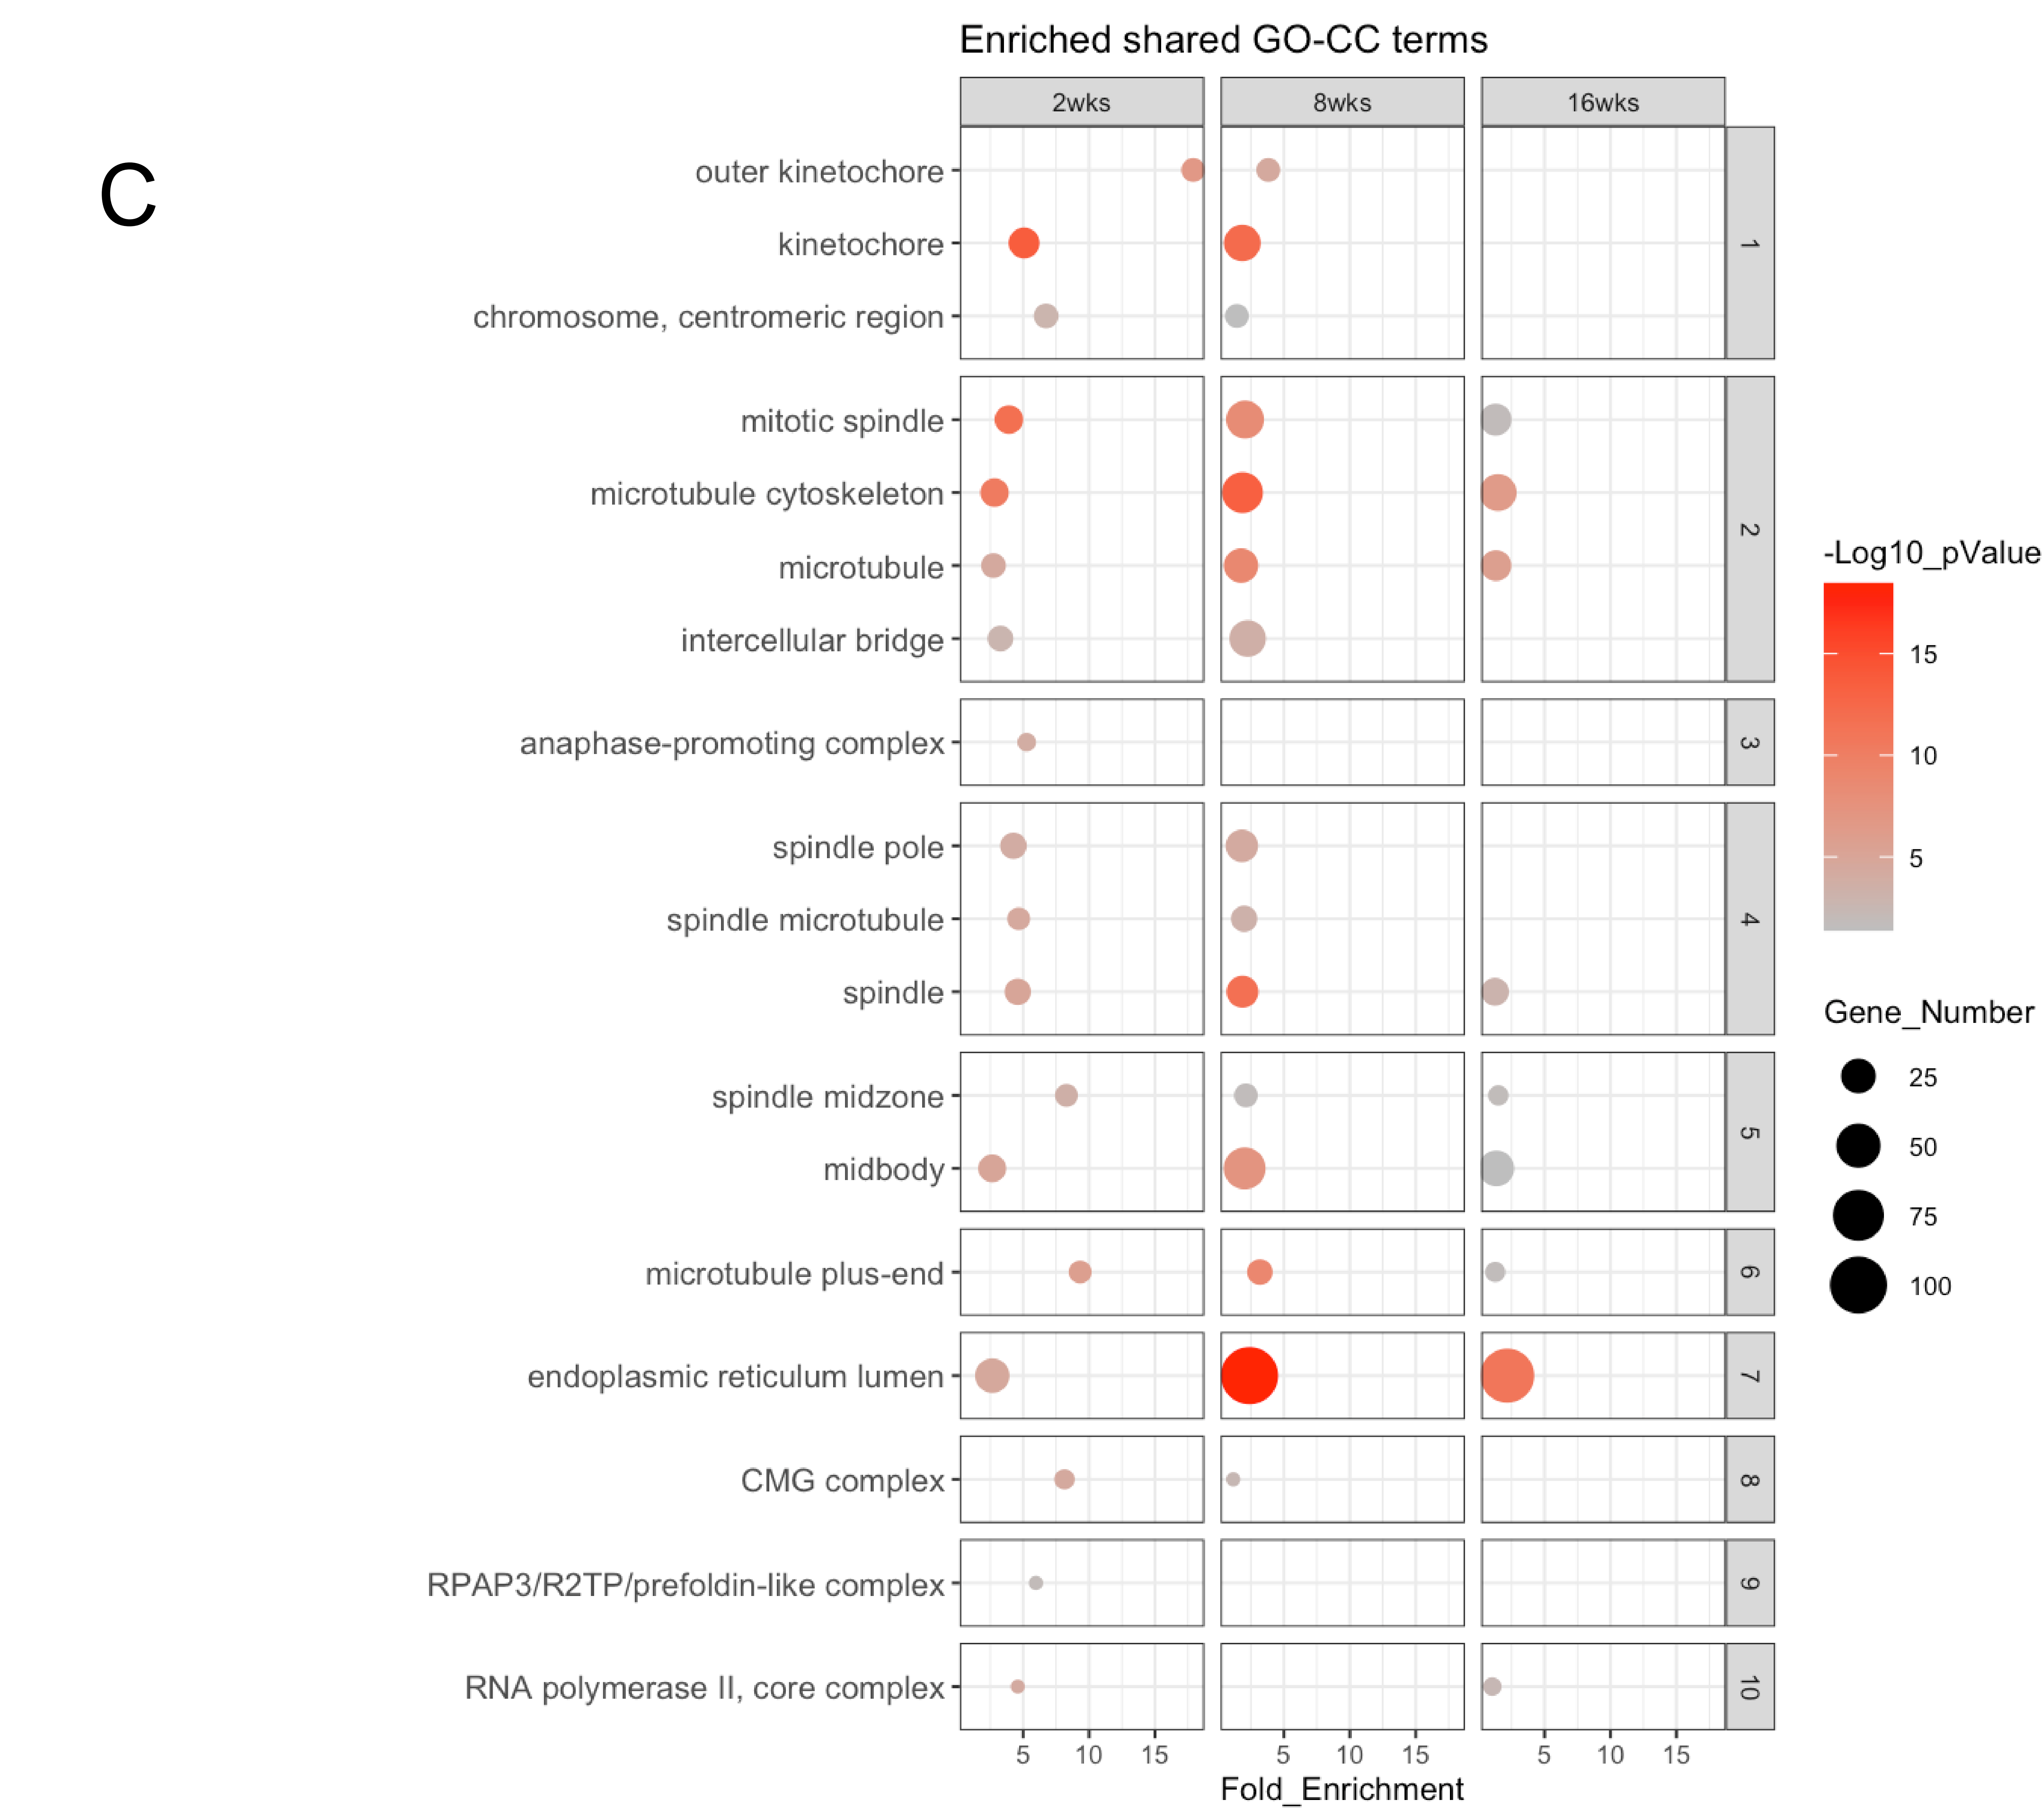

D

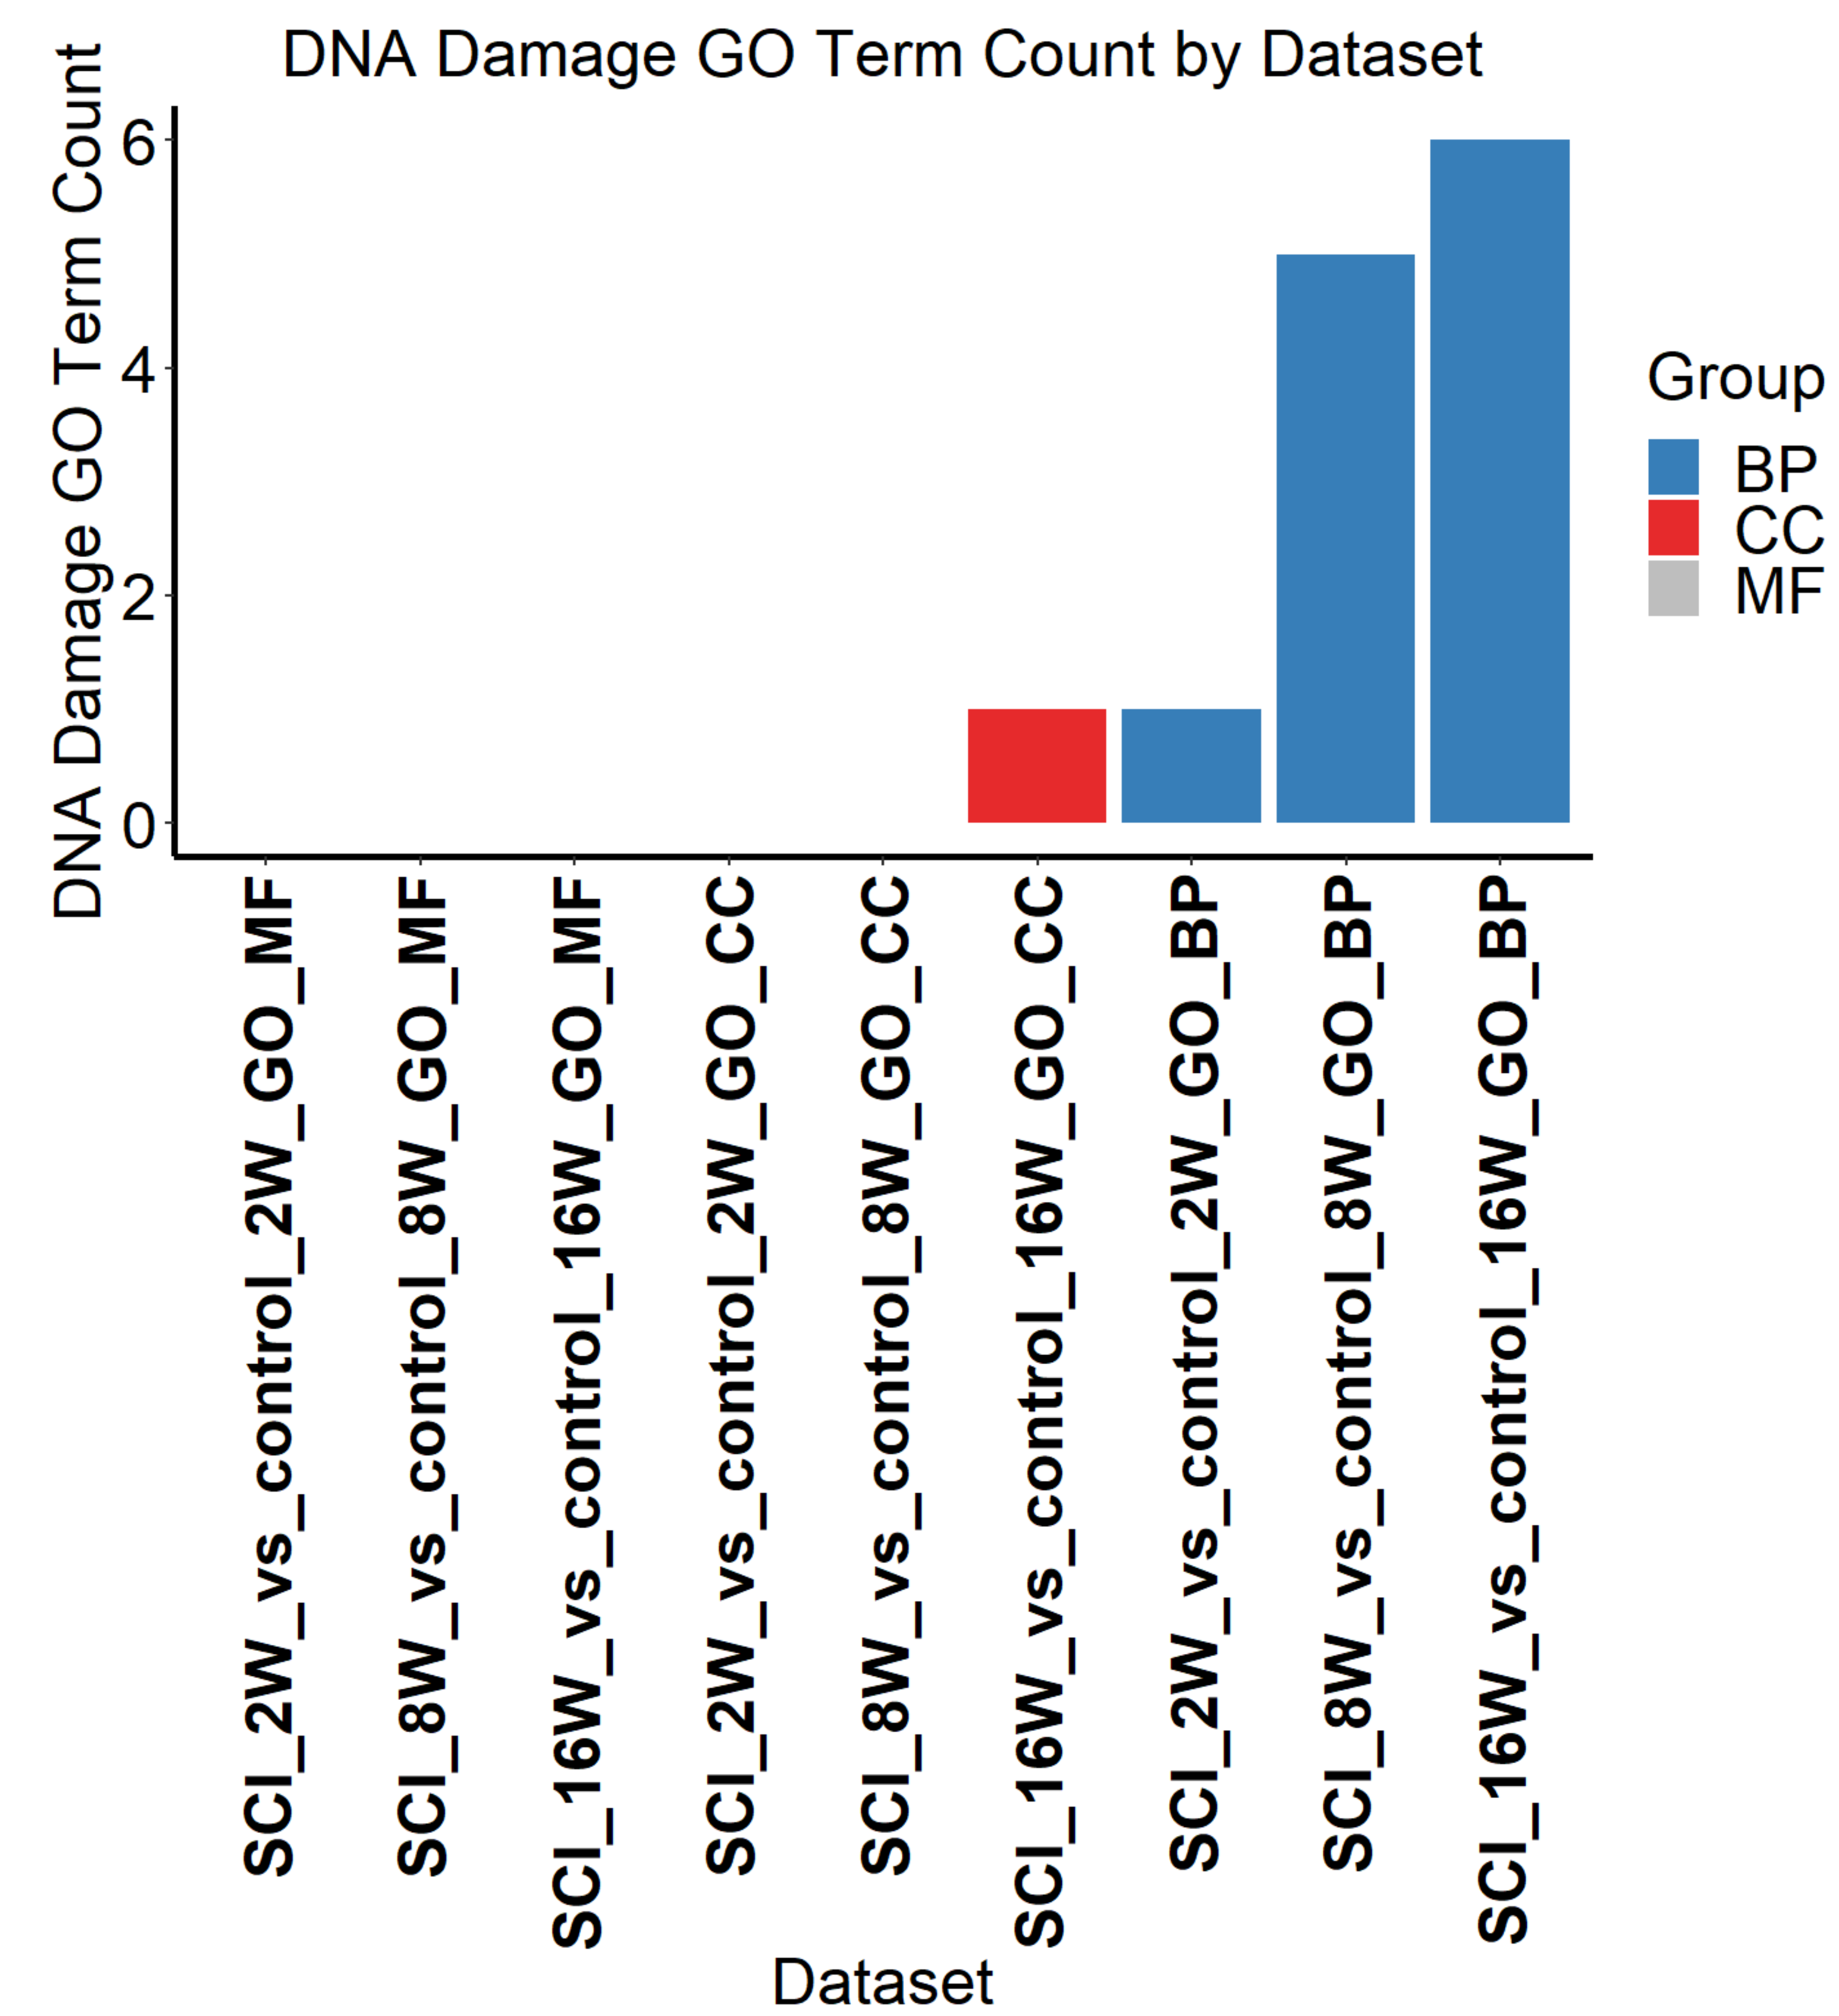

Canonical Pathways

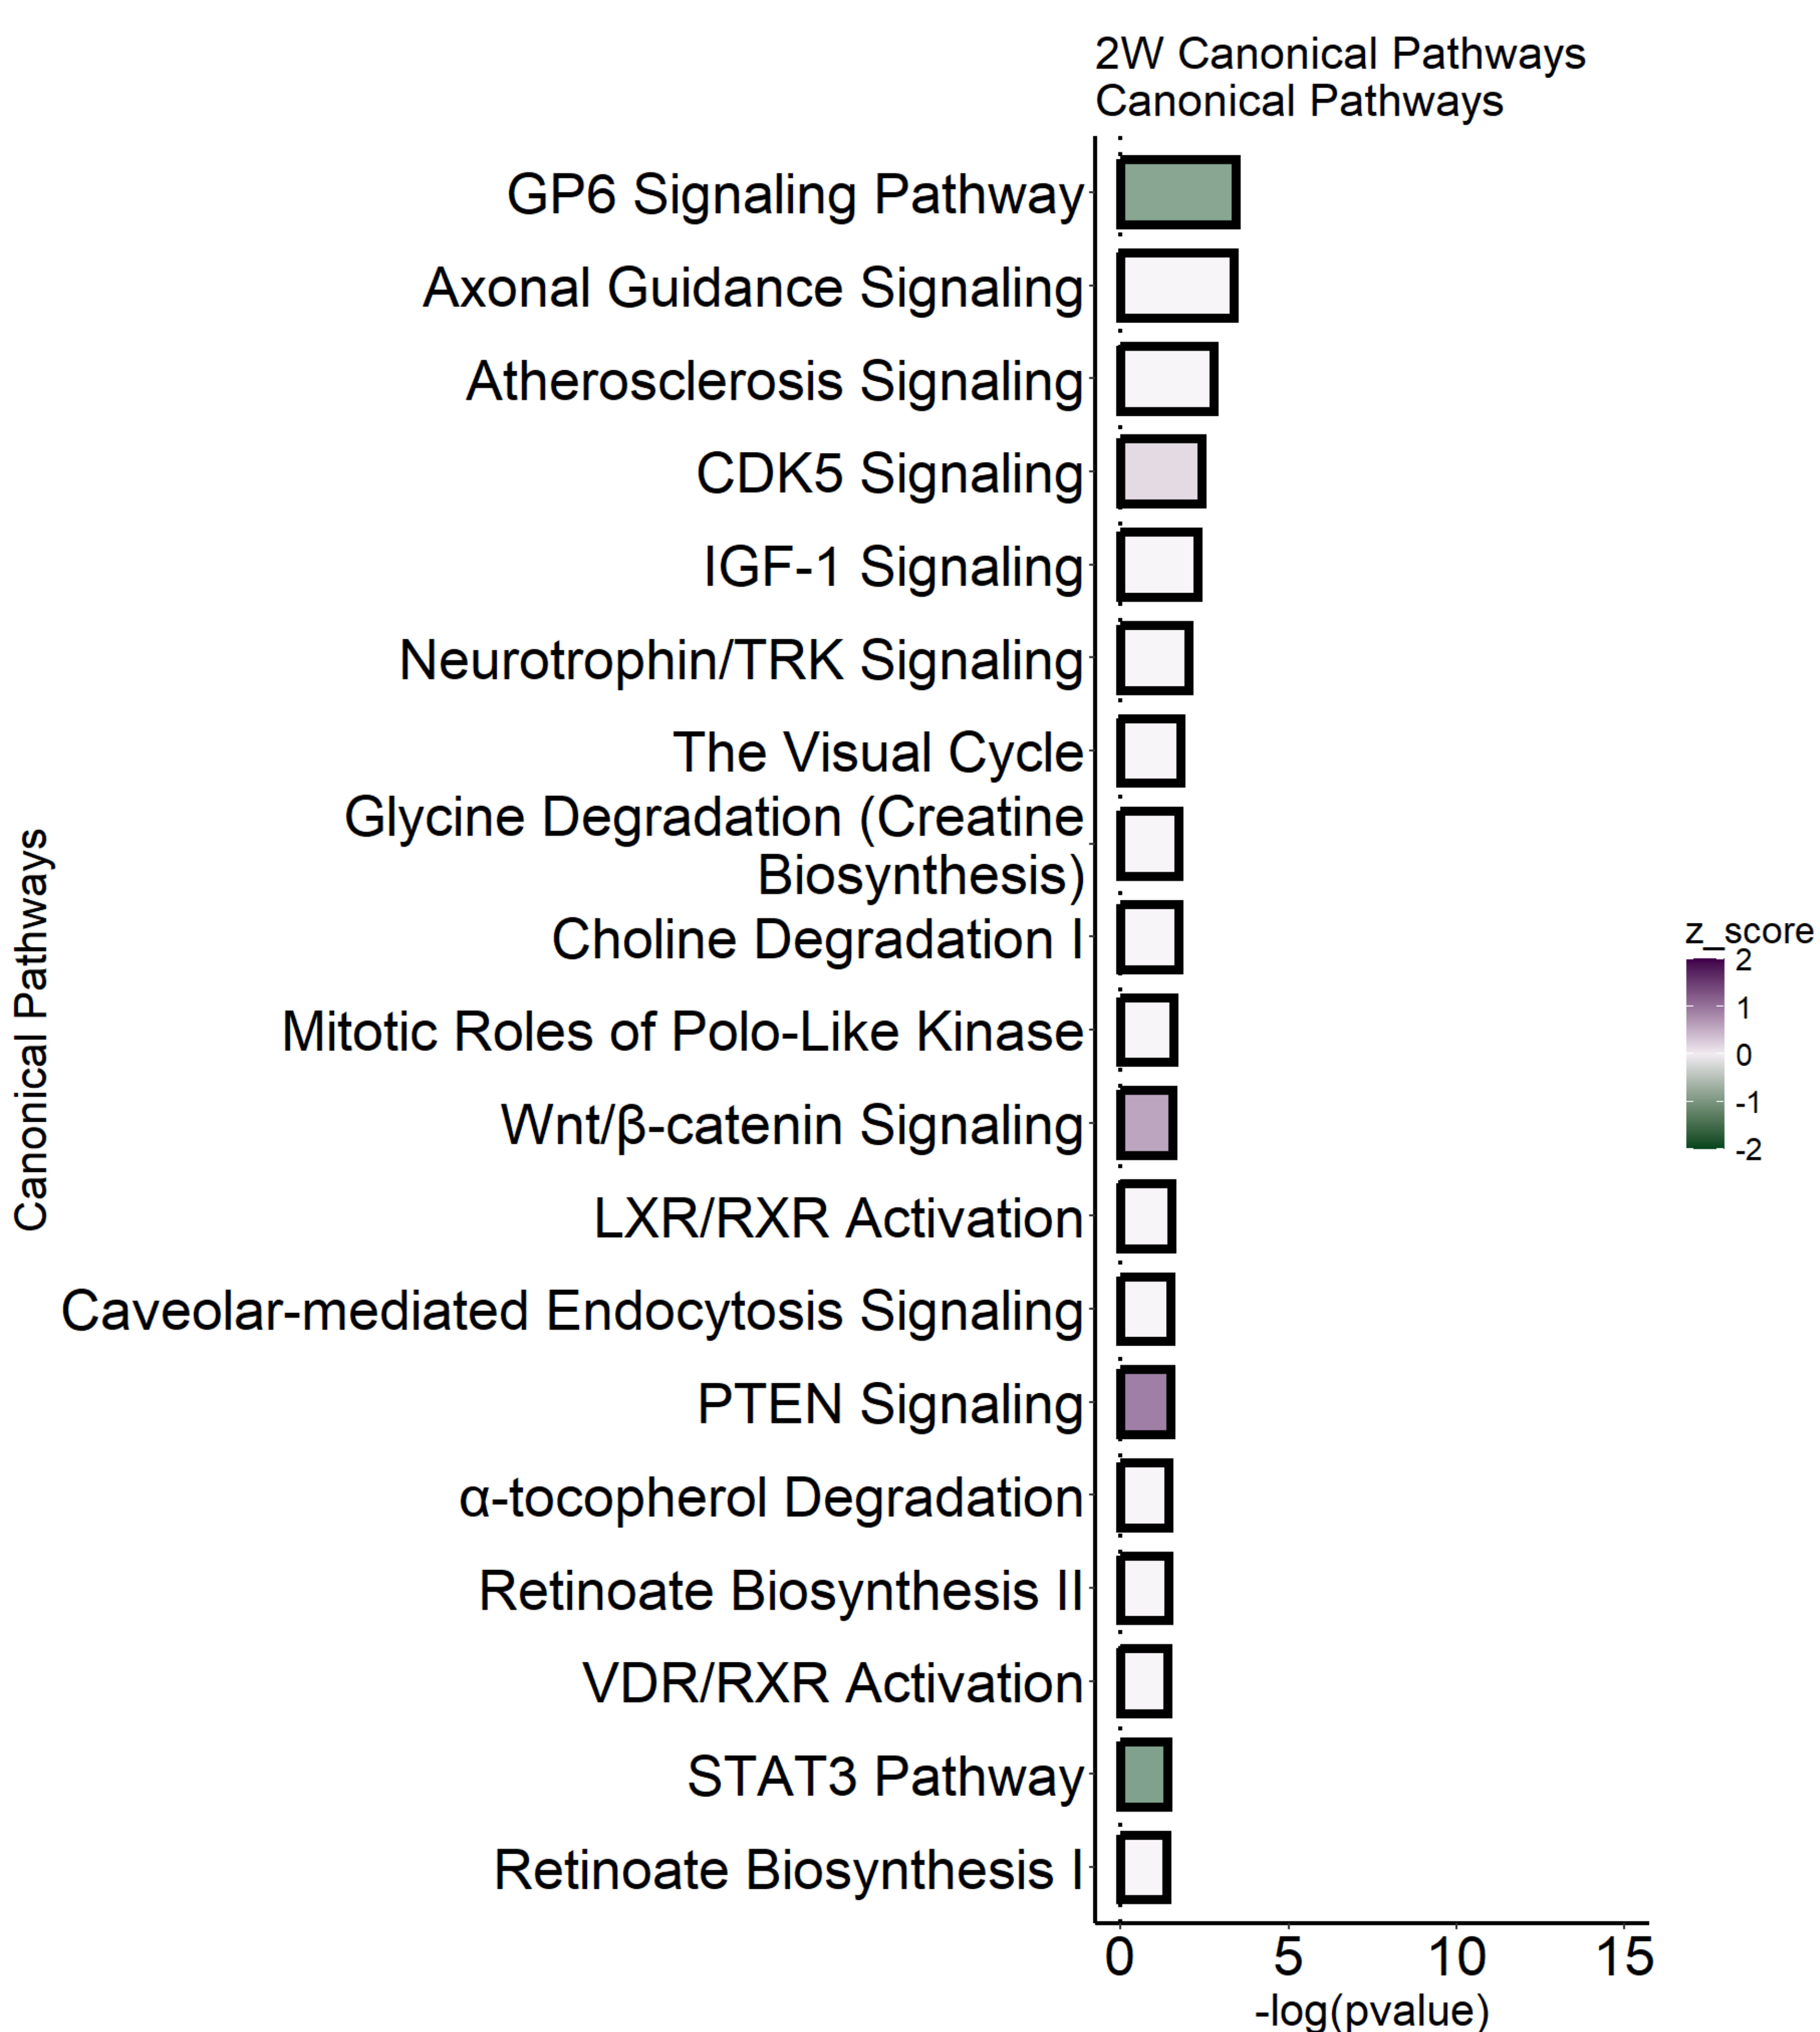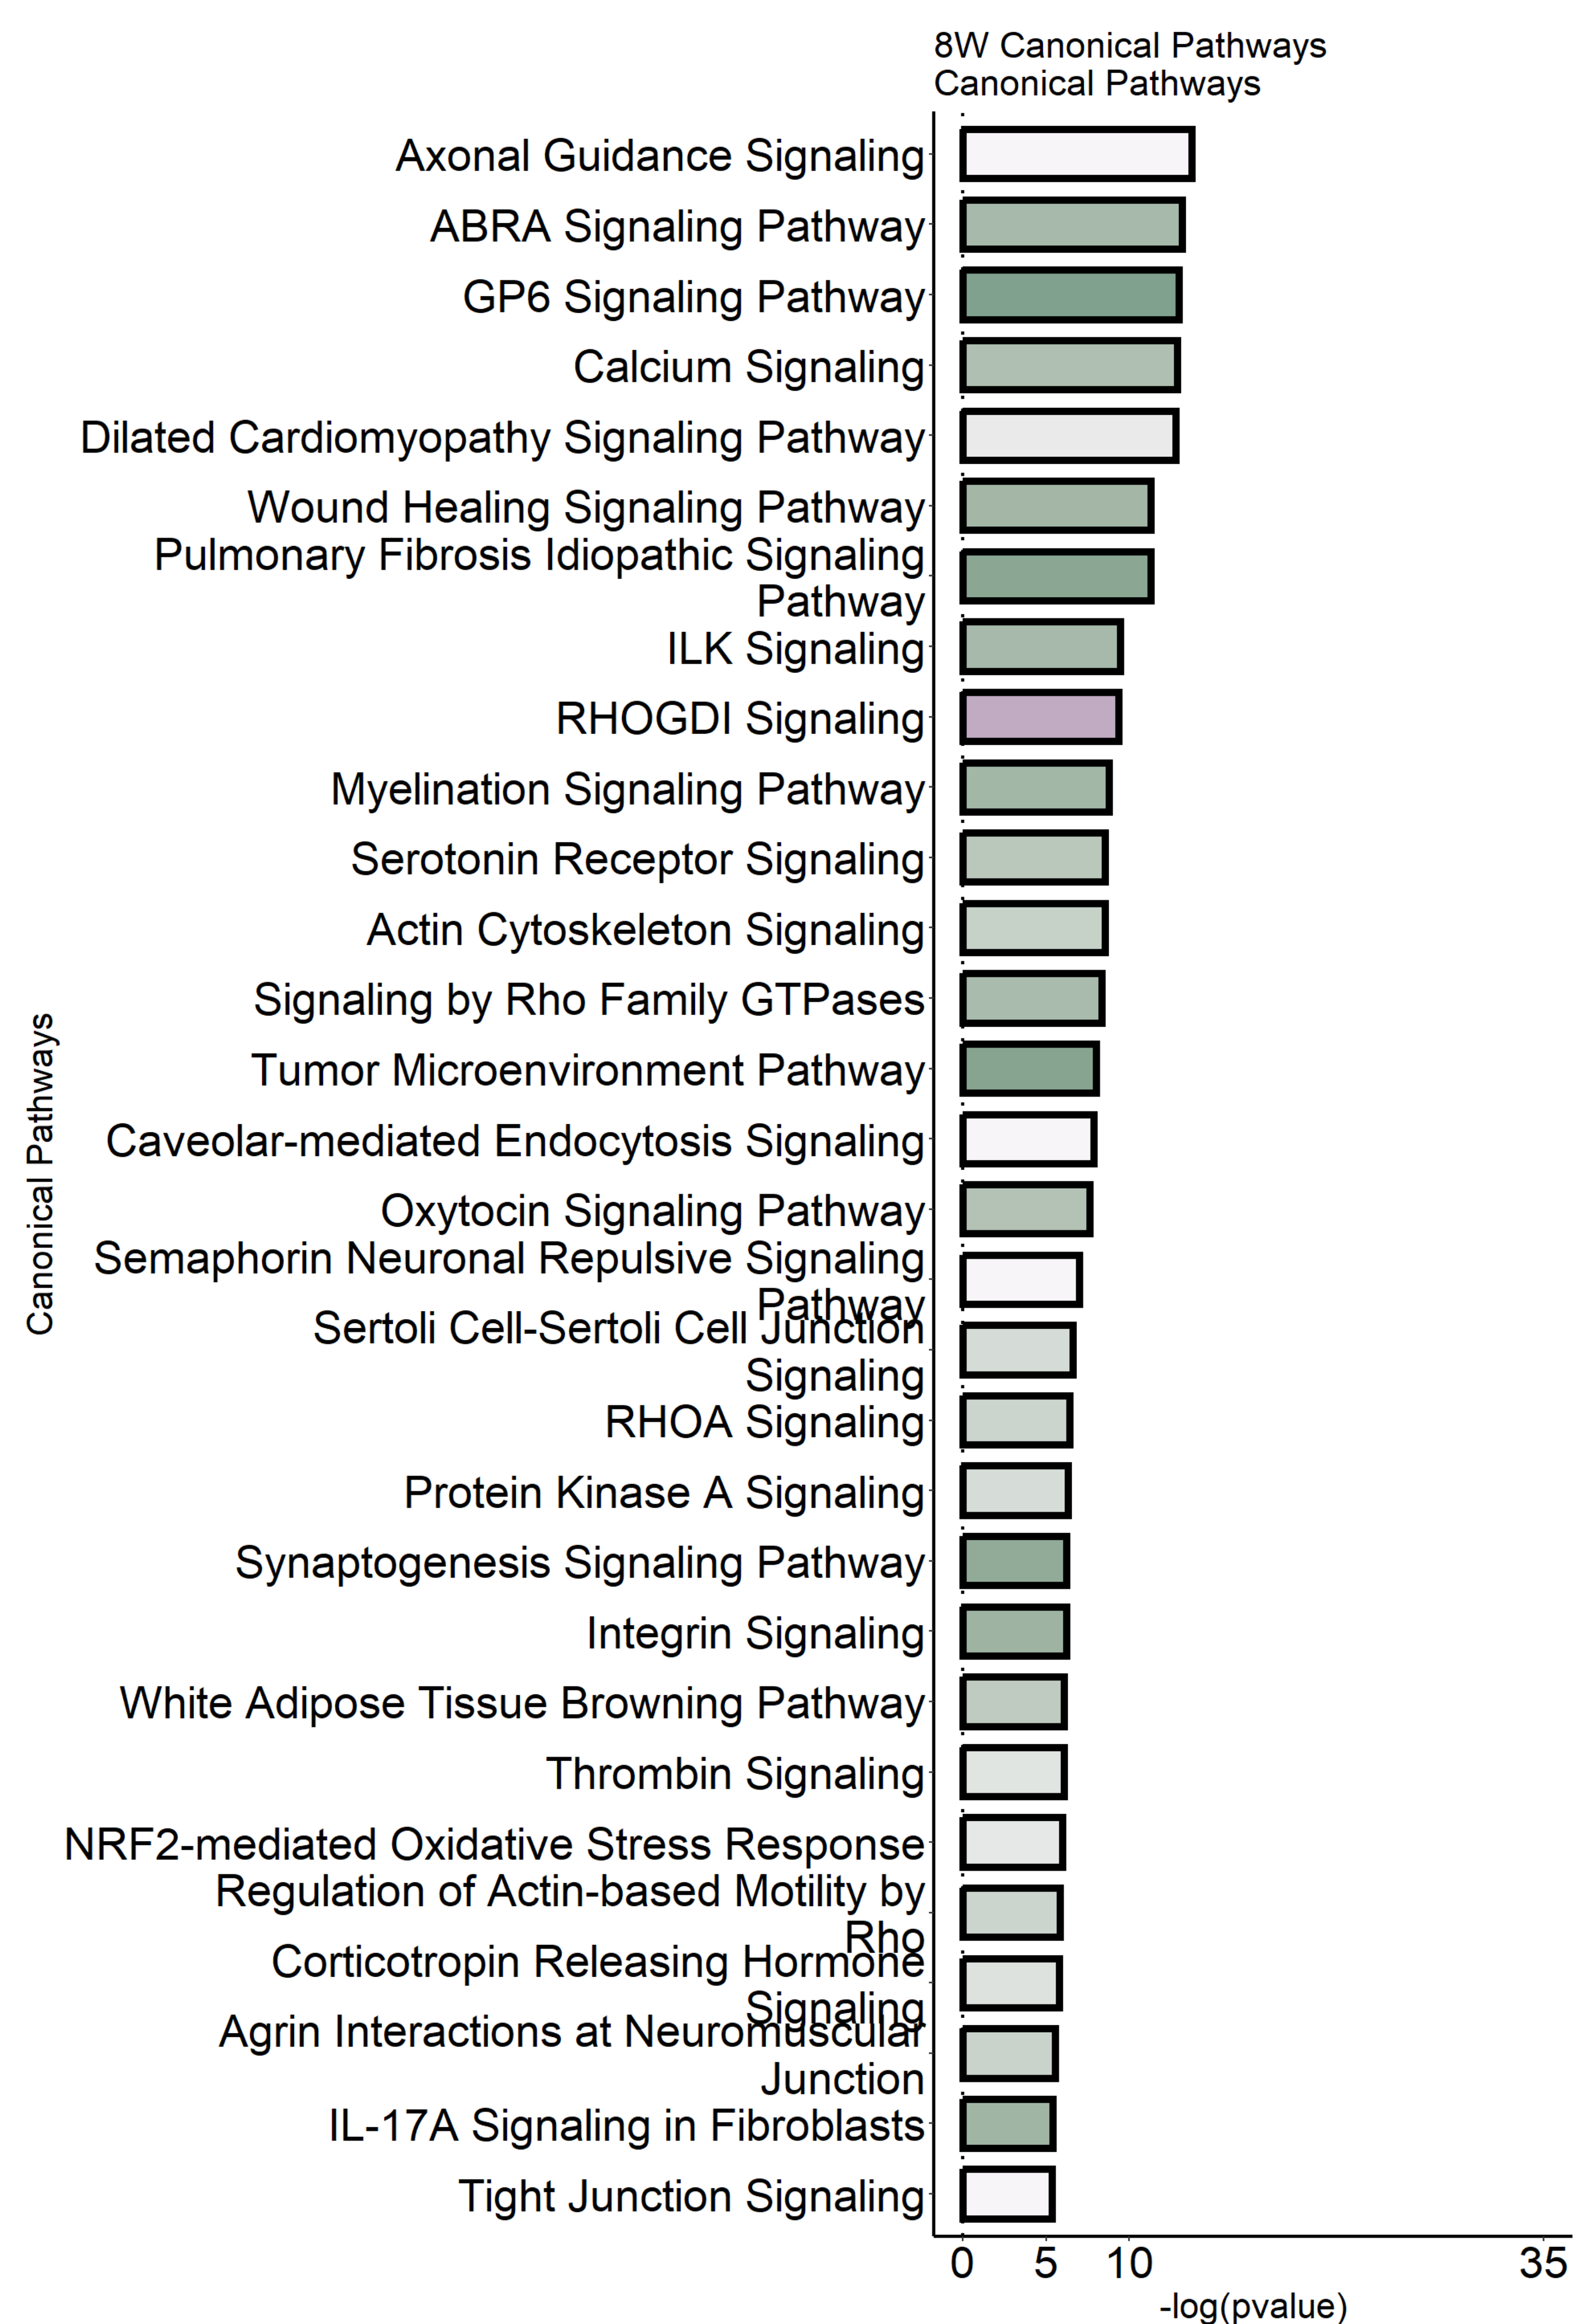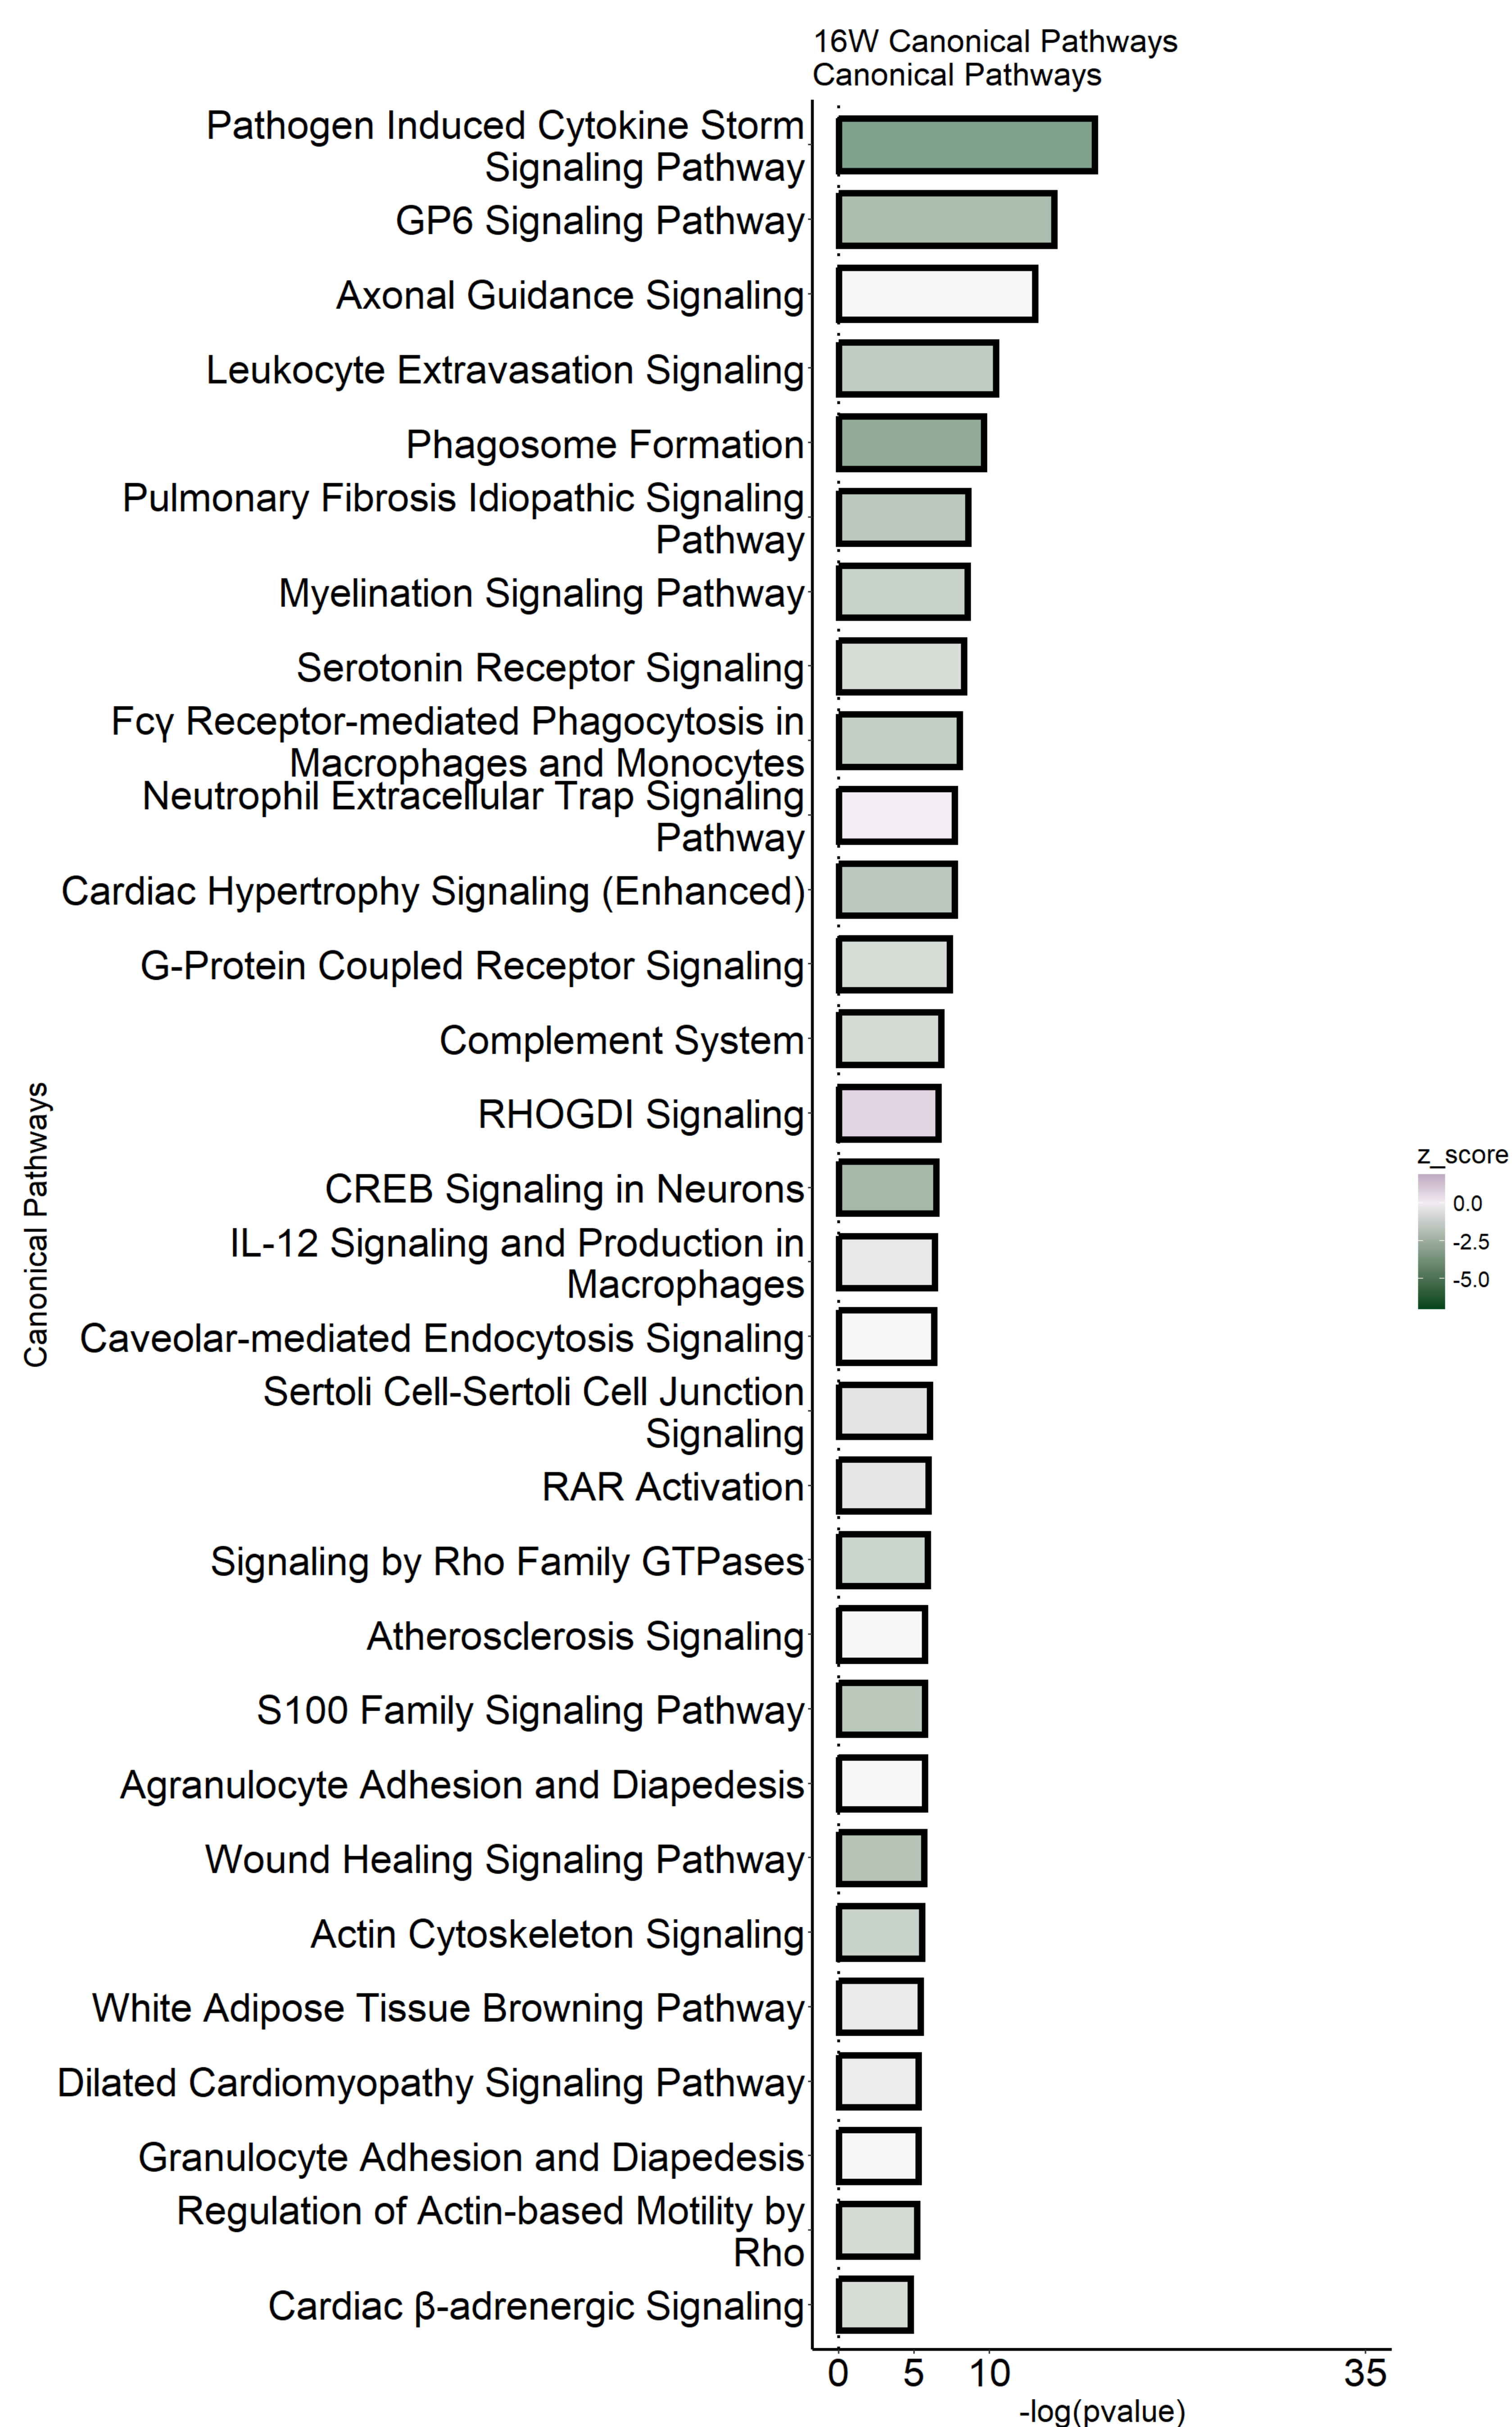

Supplementary Figure 3

# Analysis Overview

A

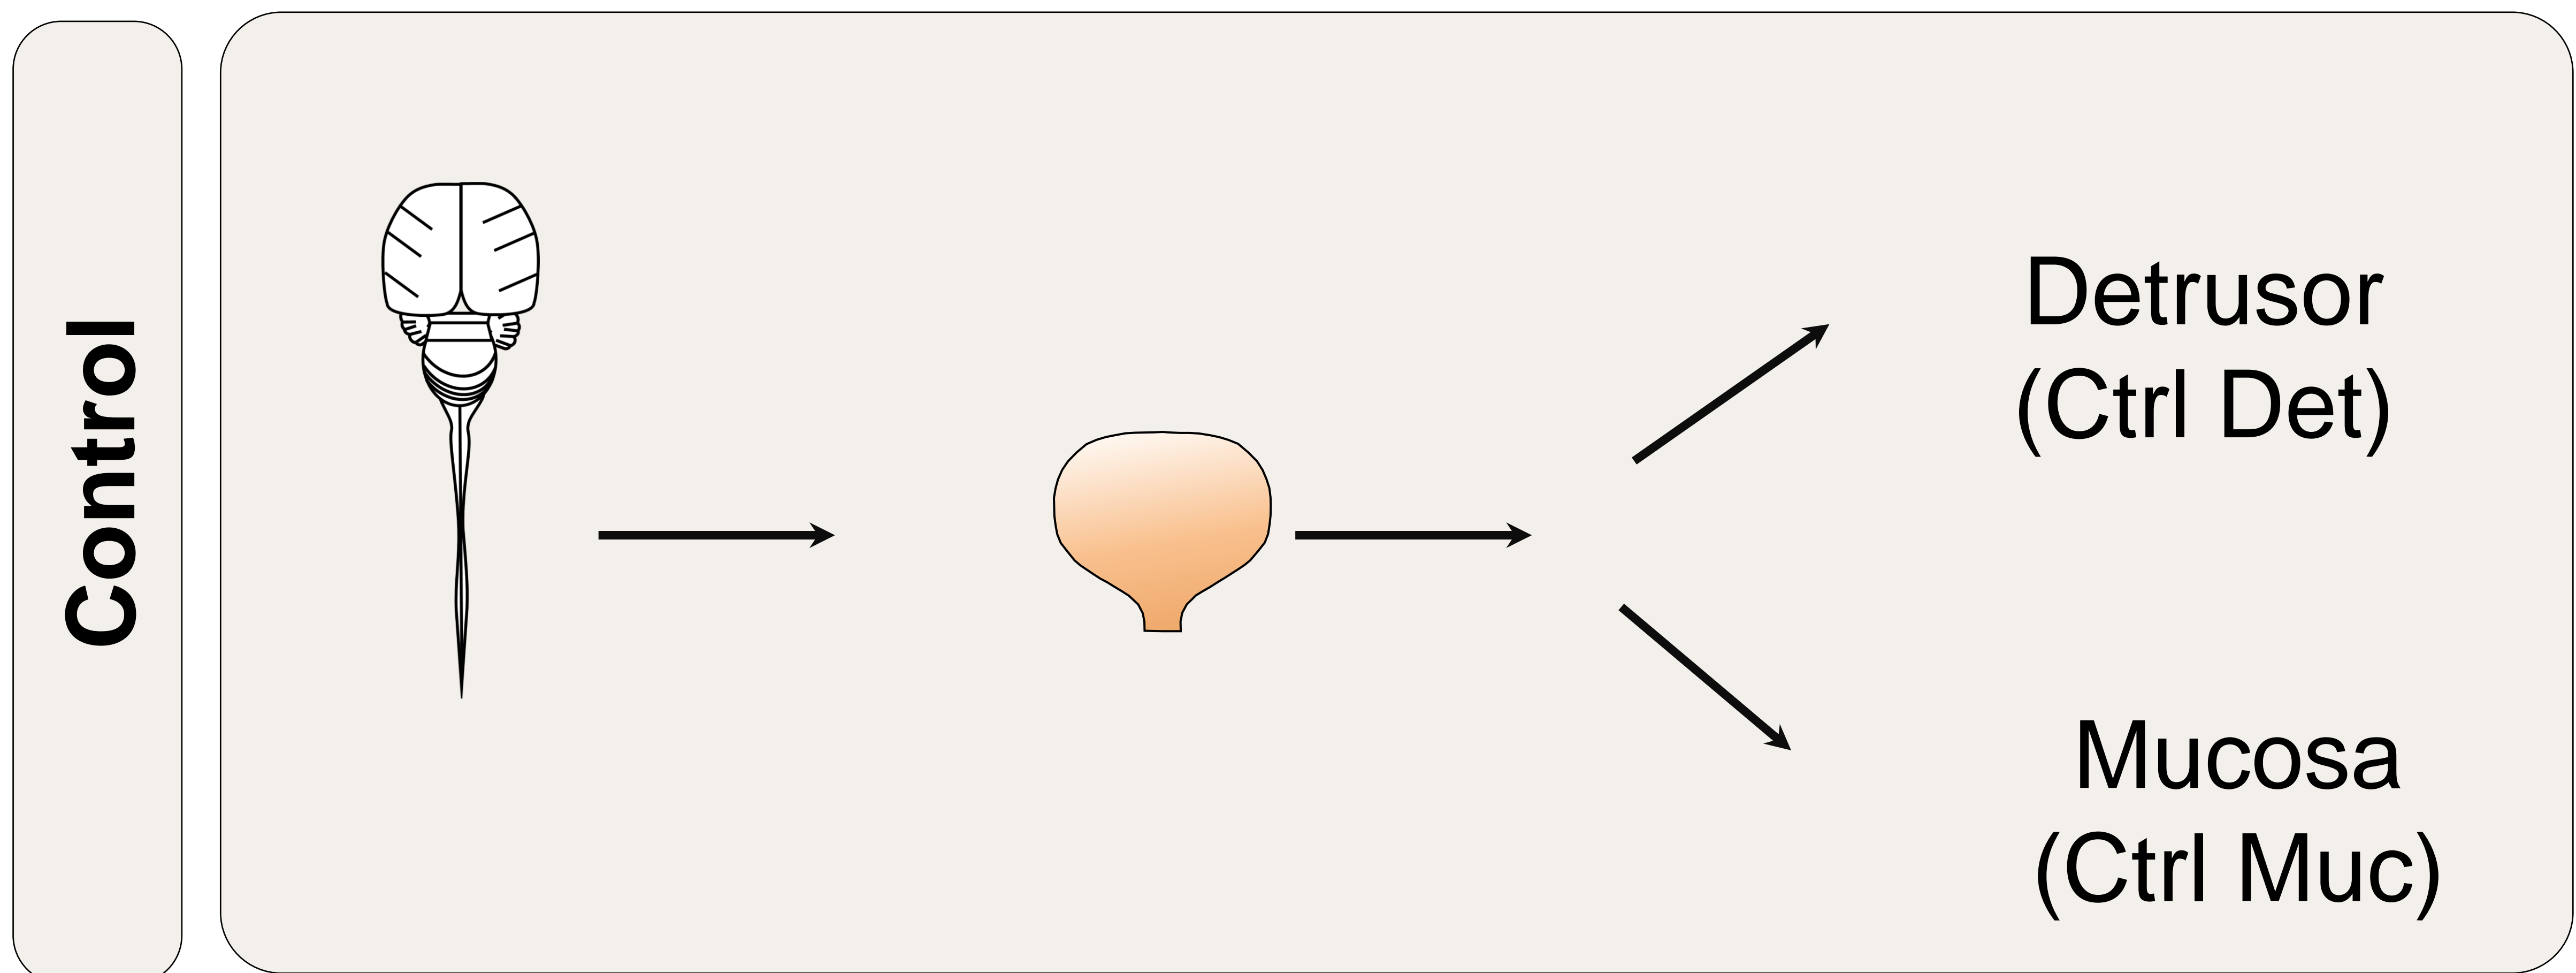

B

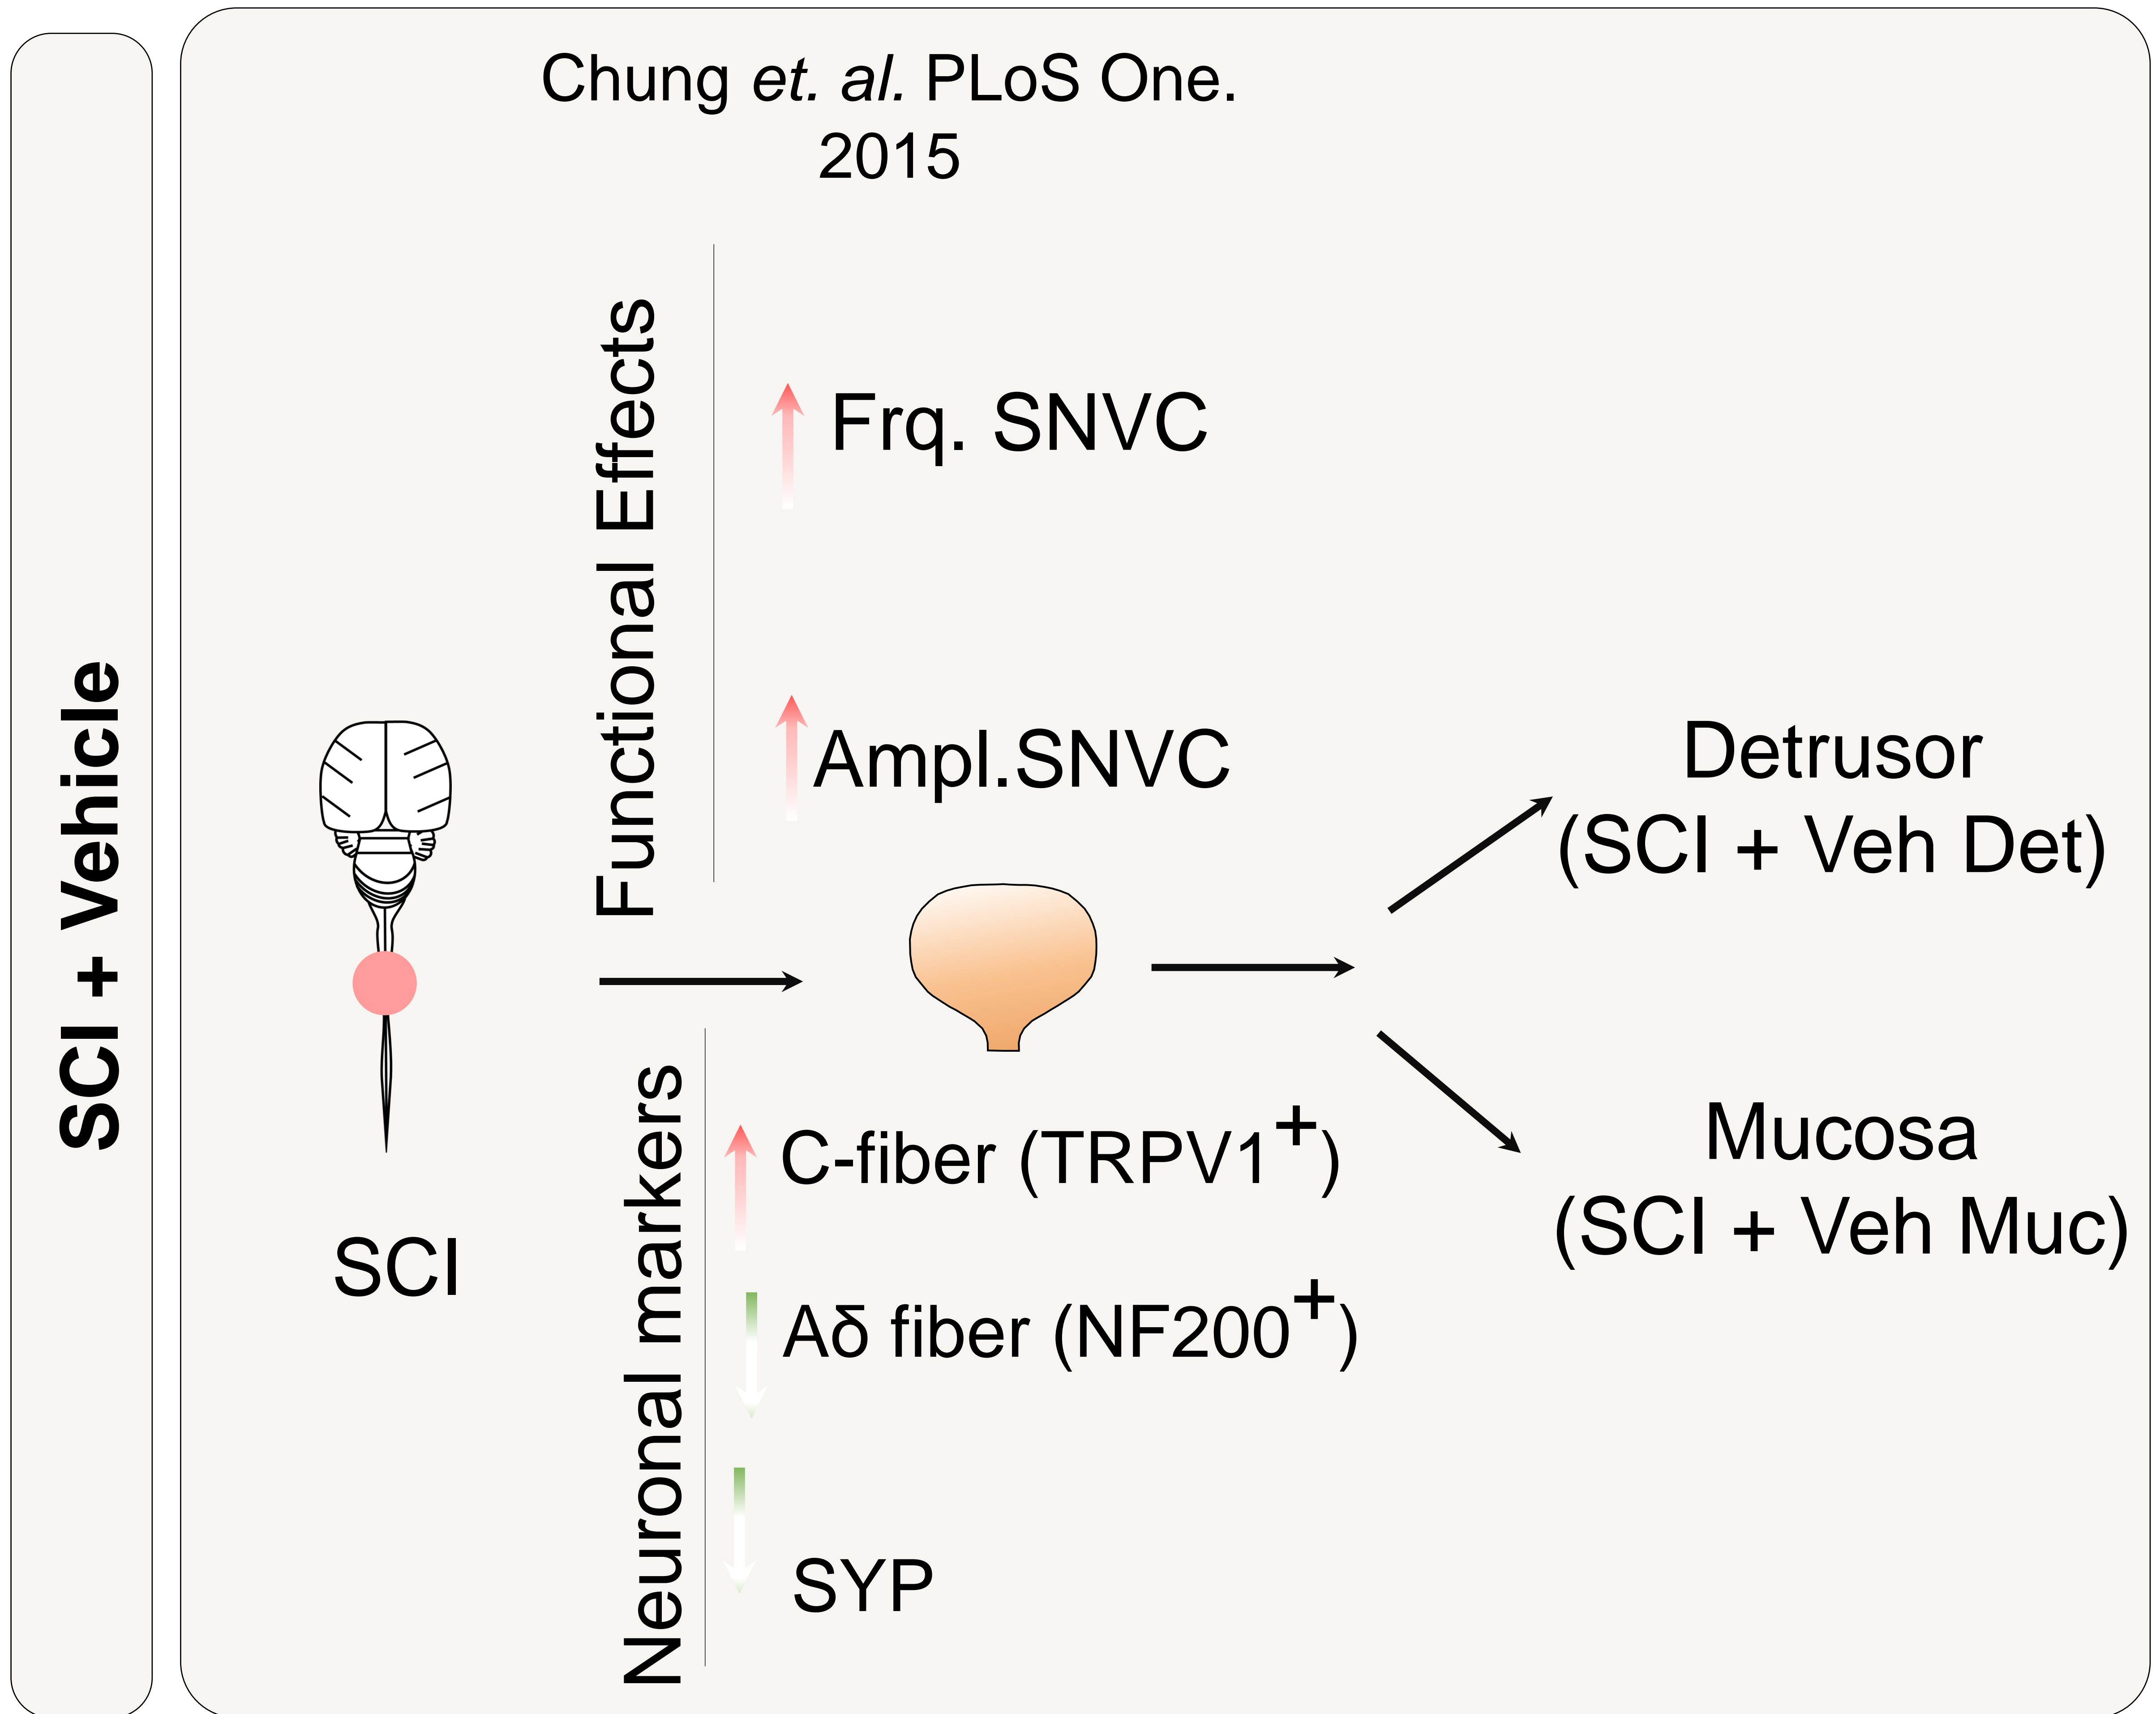

C

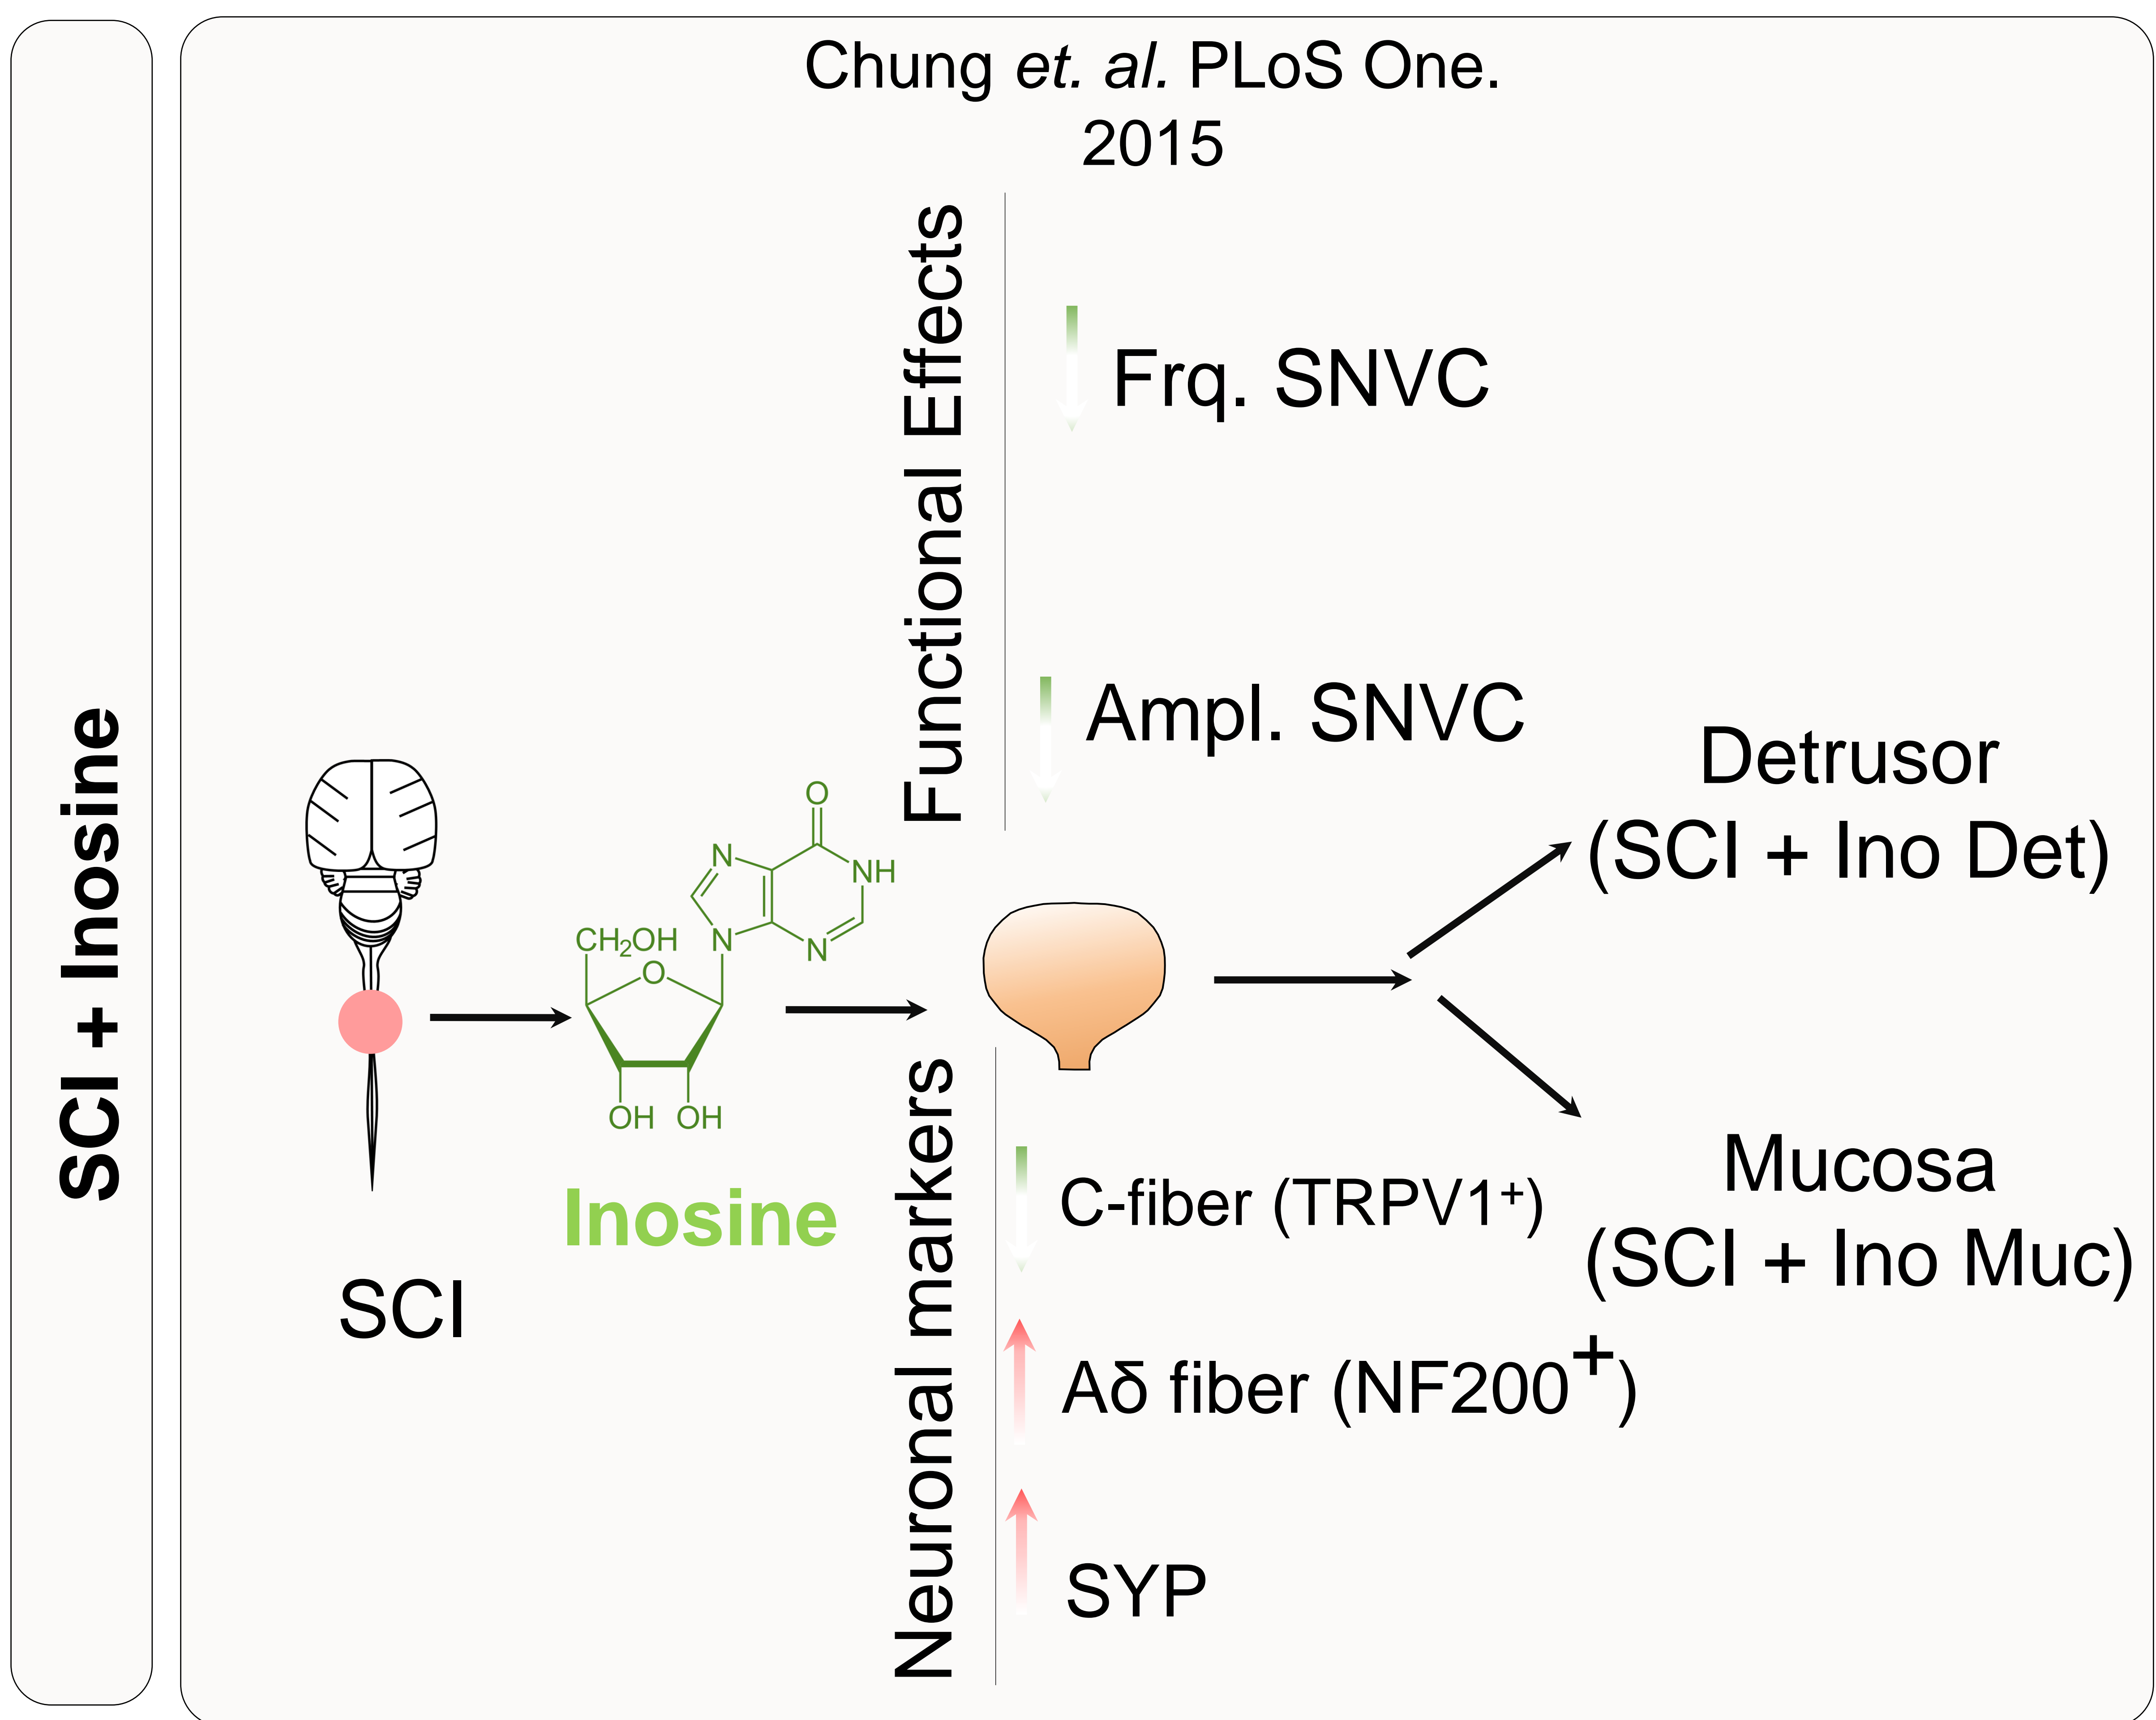

D

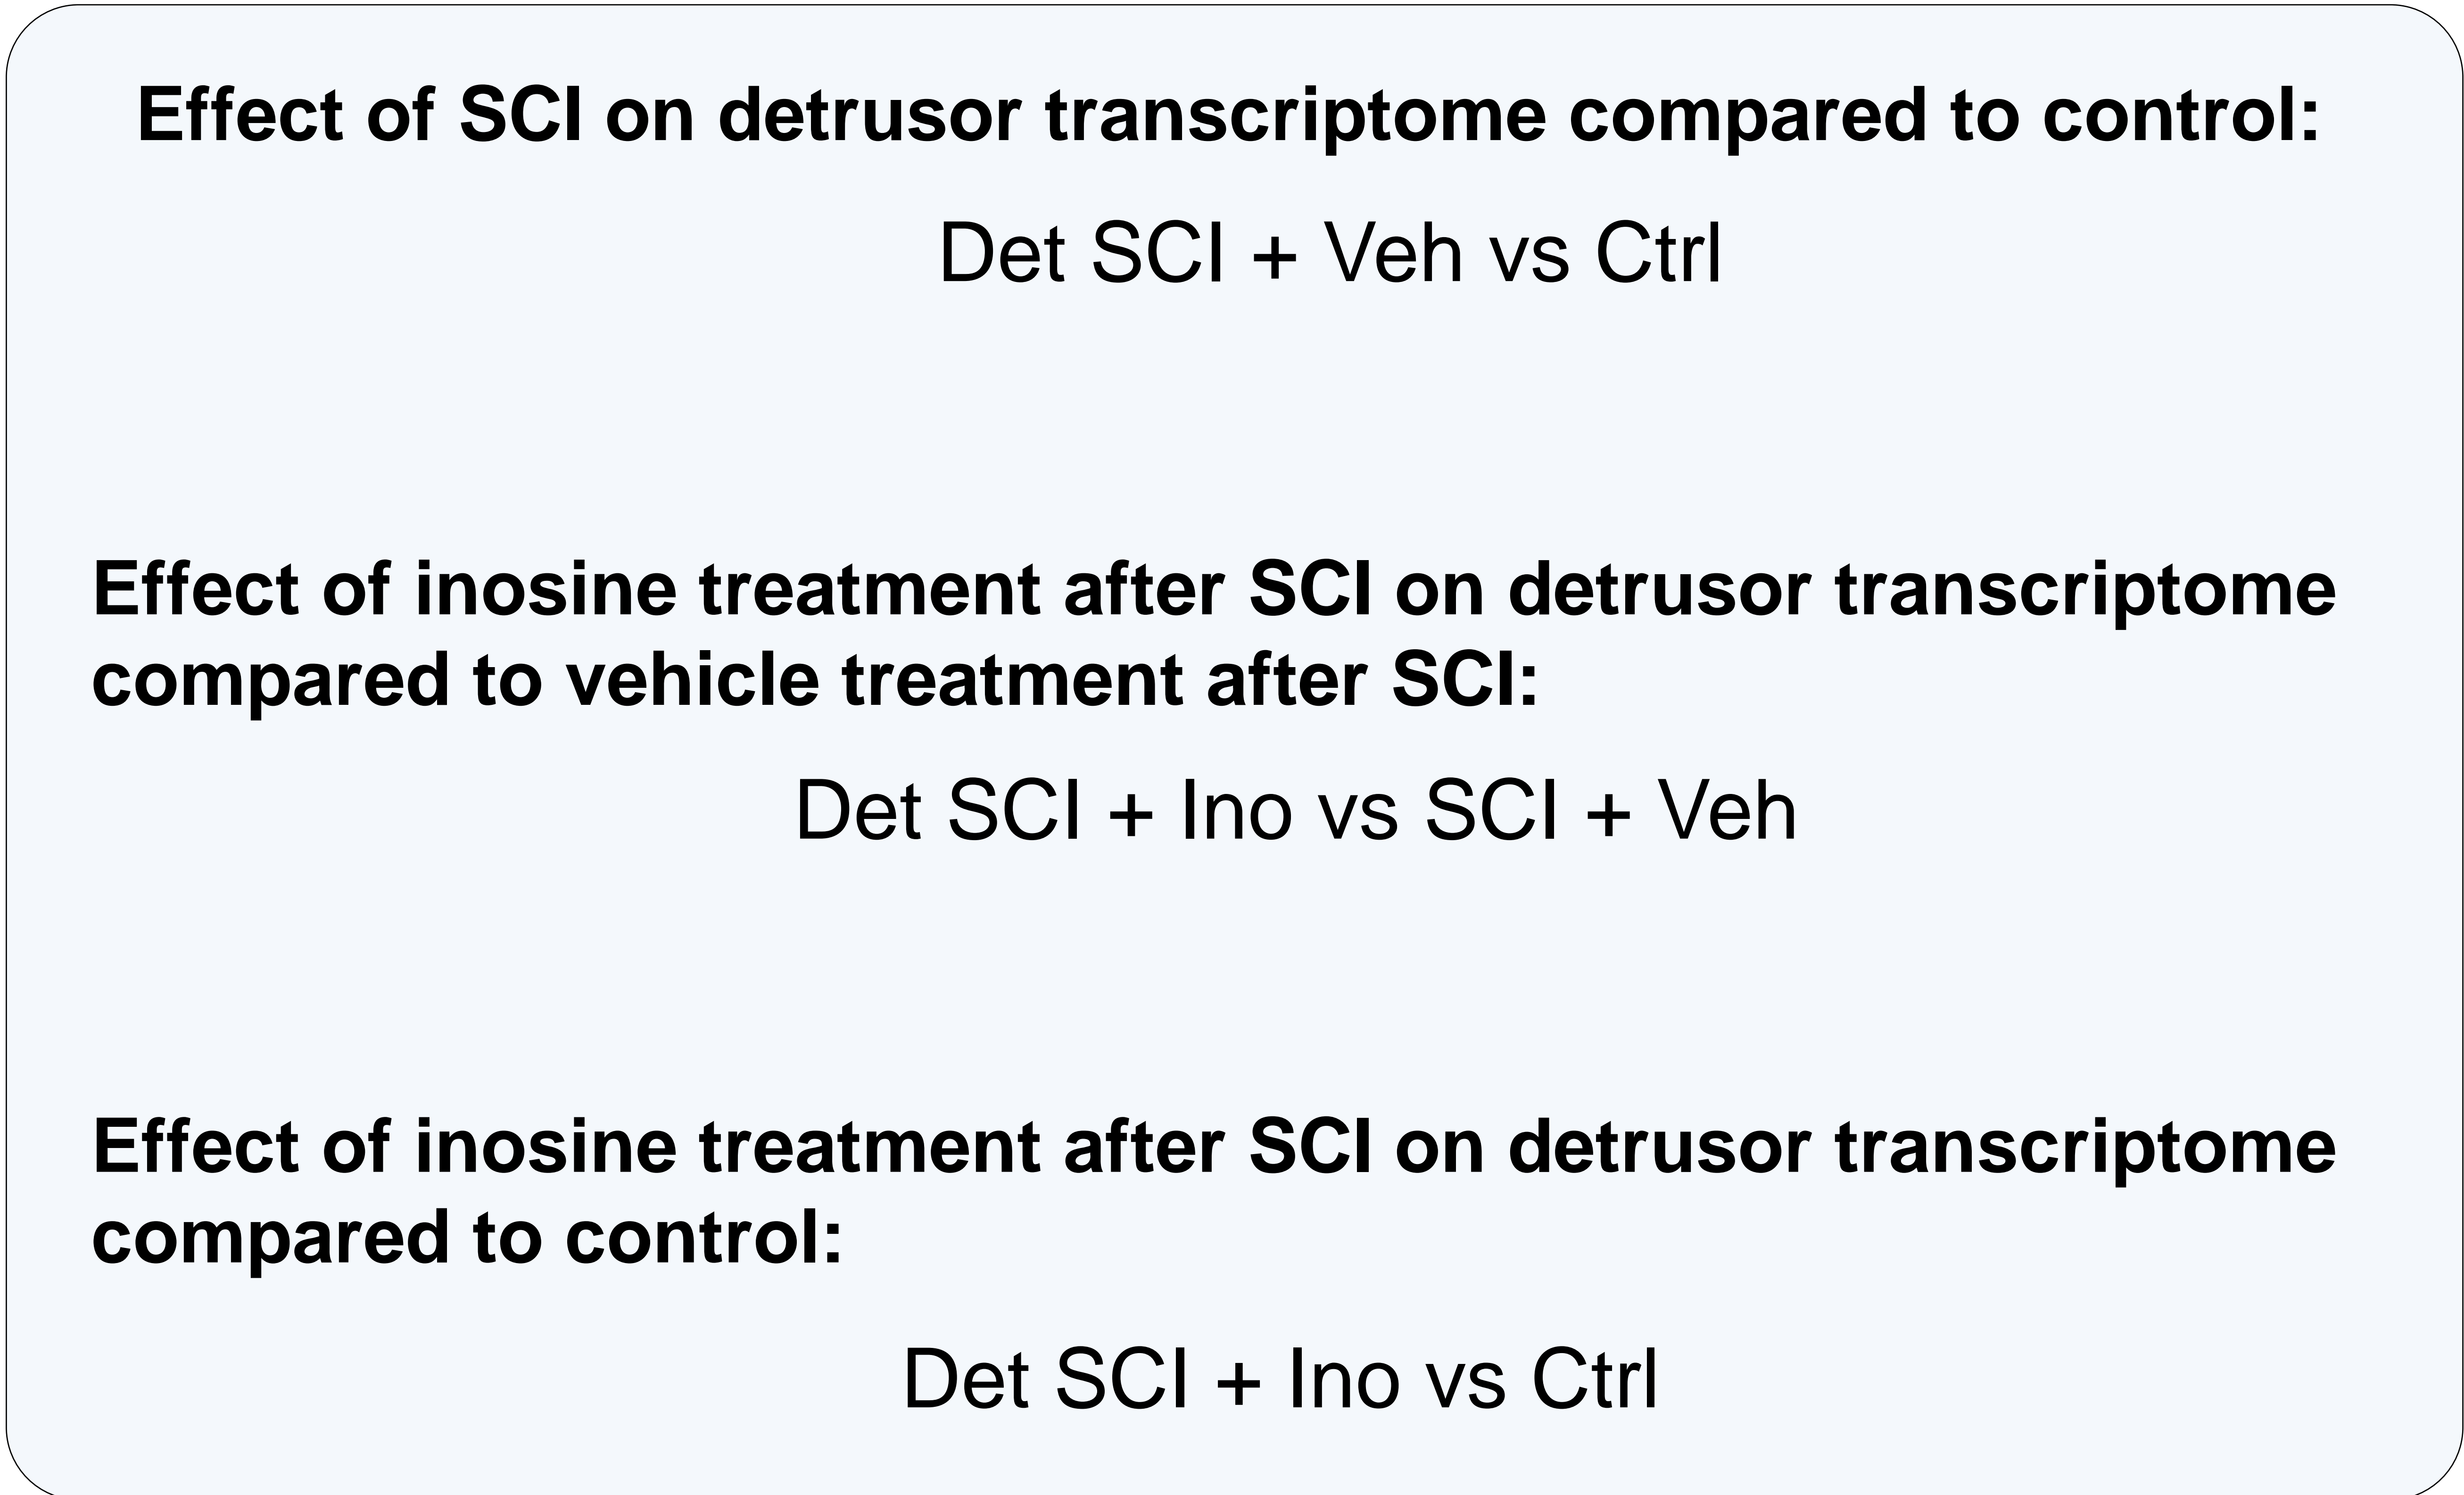

E

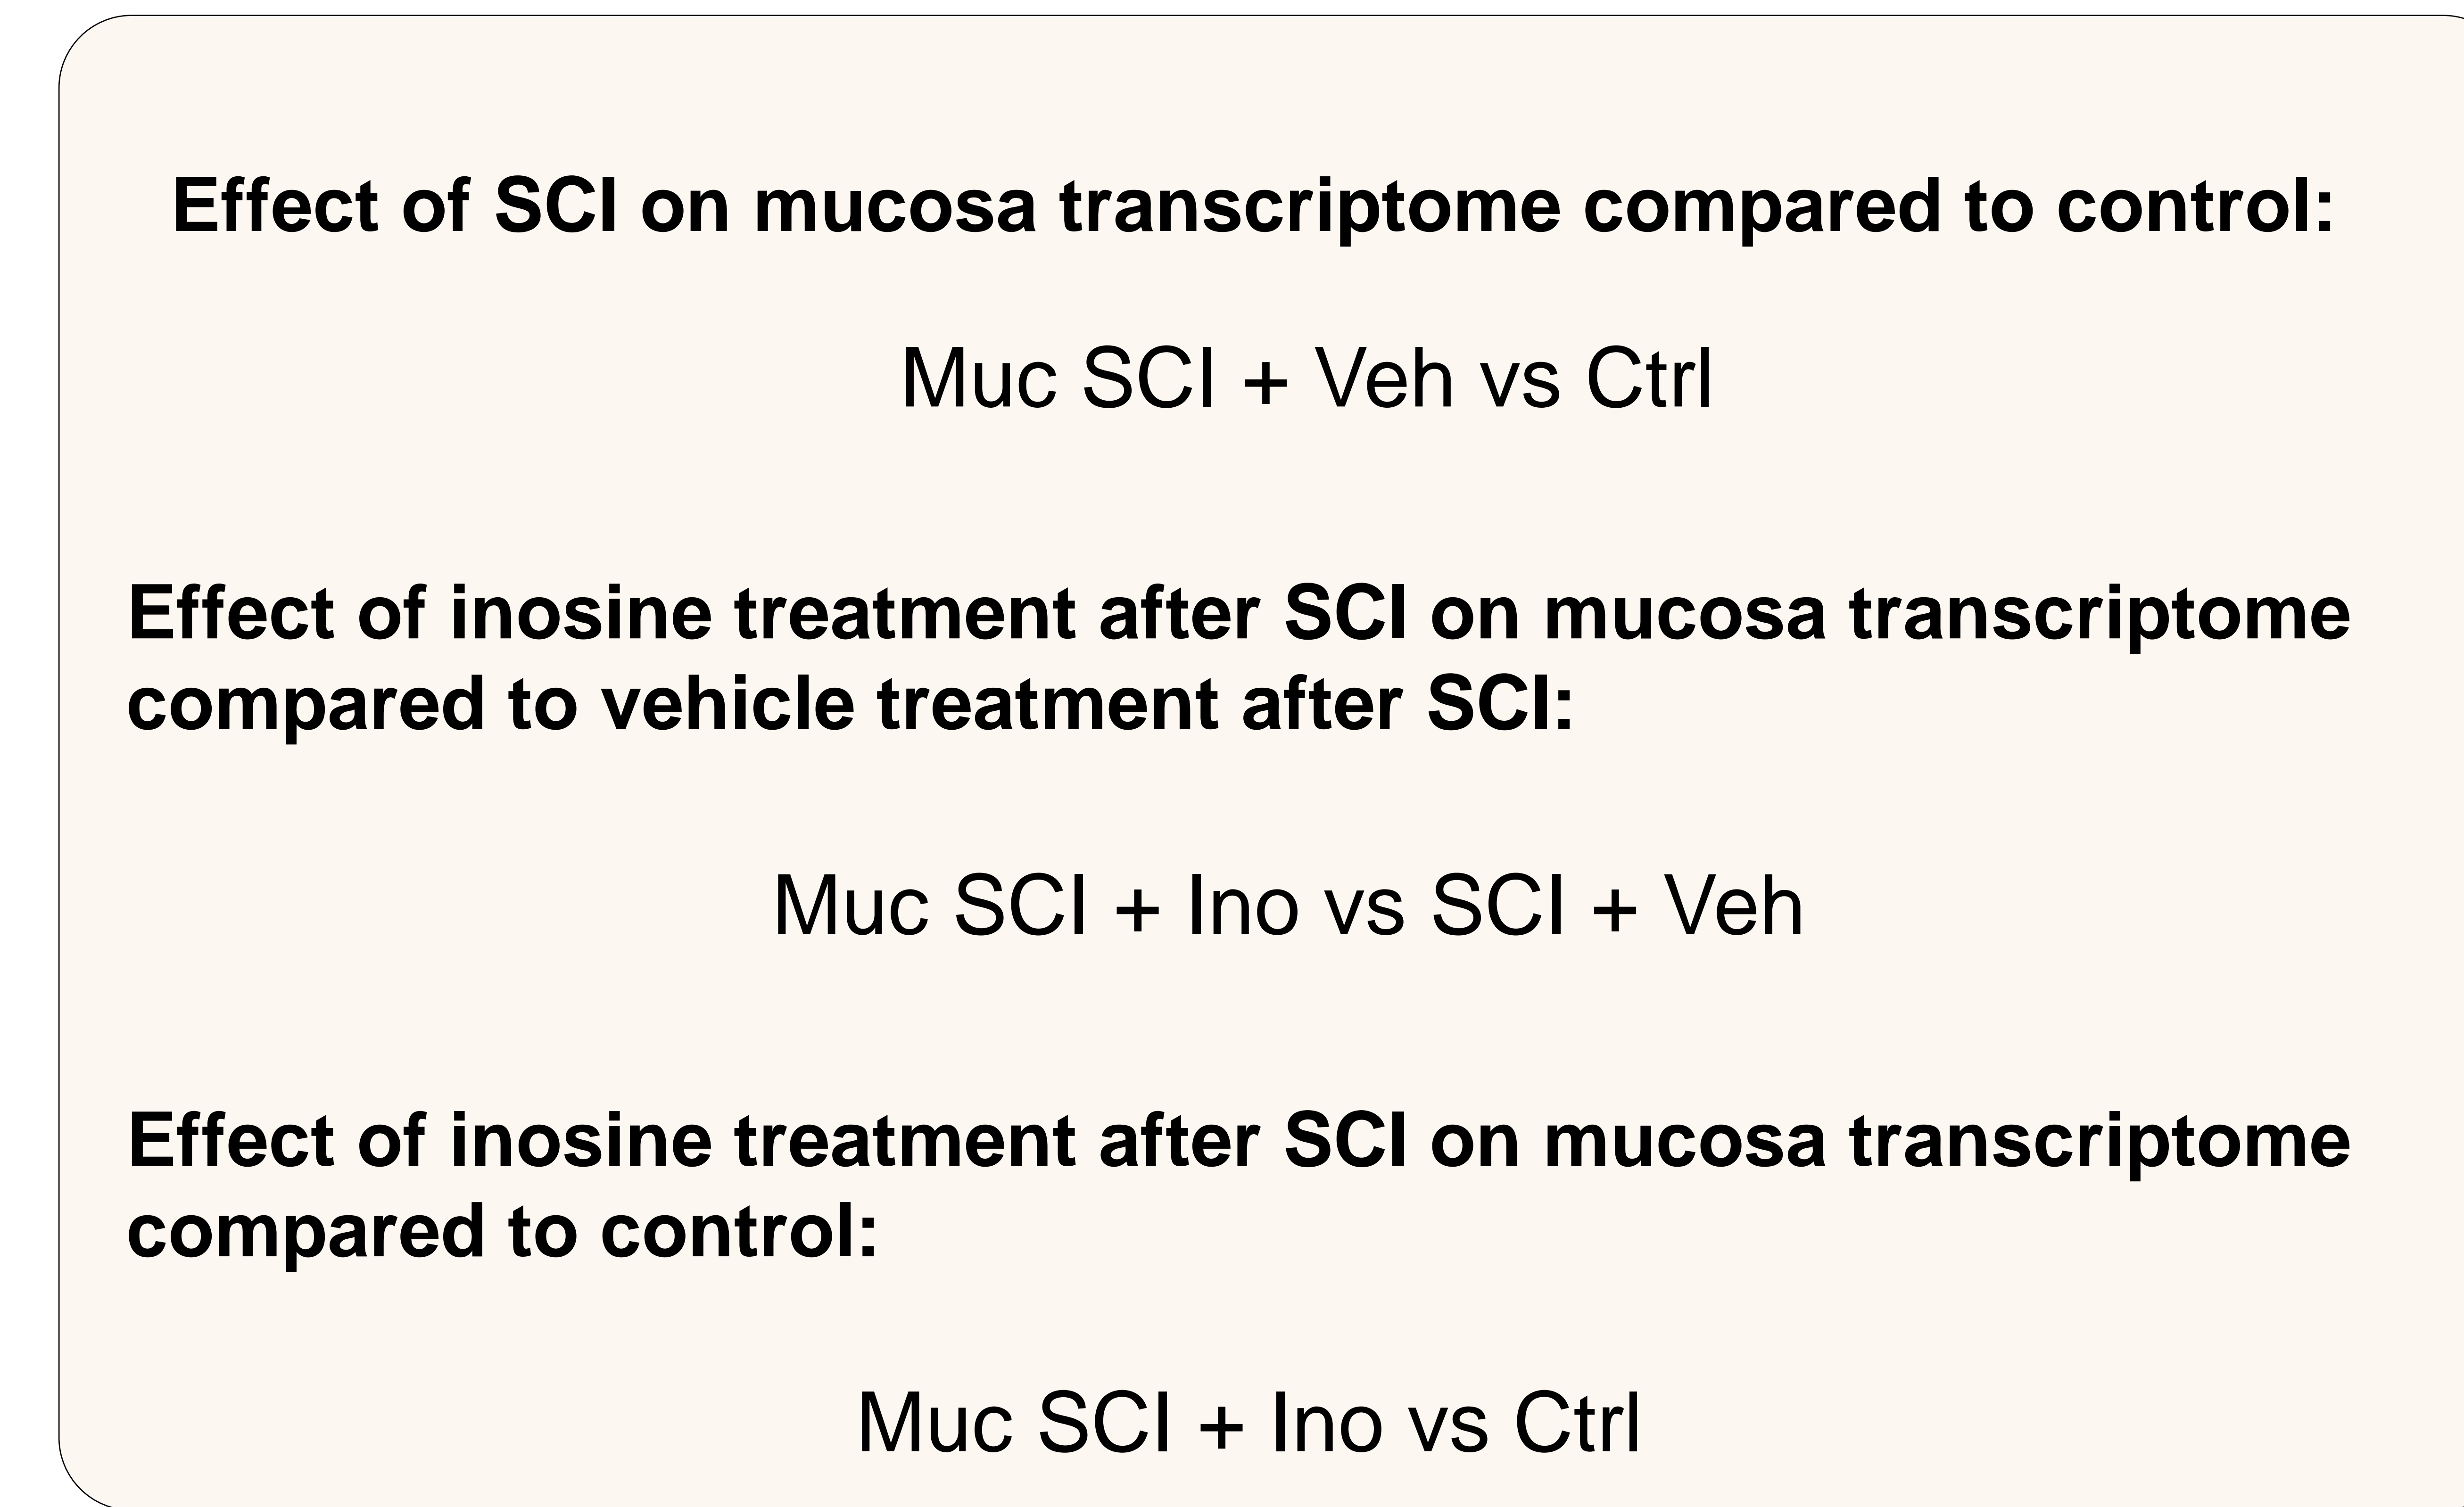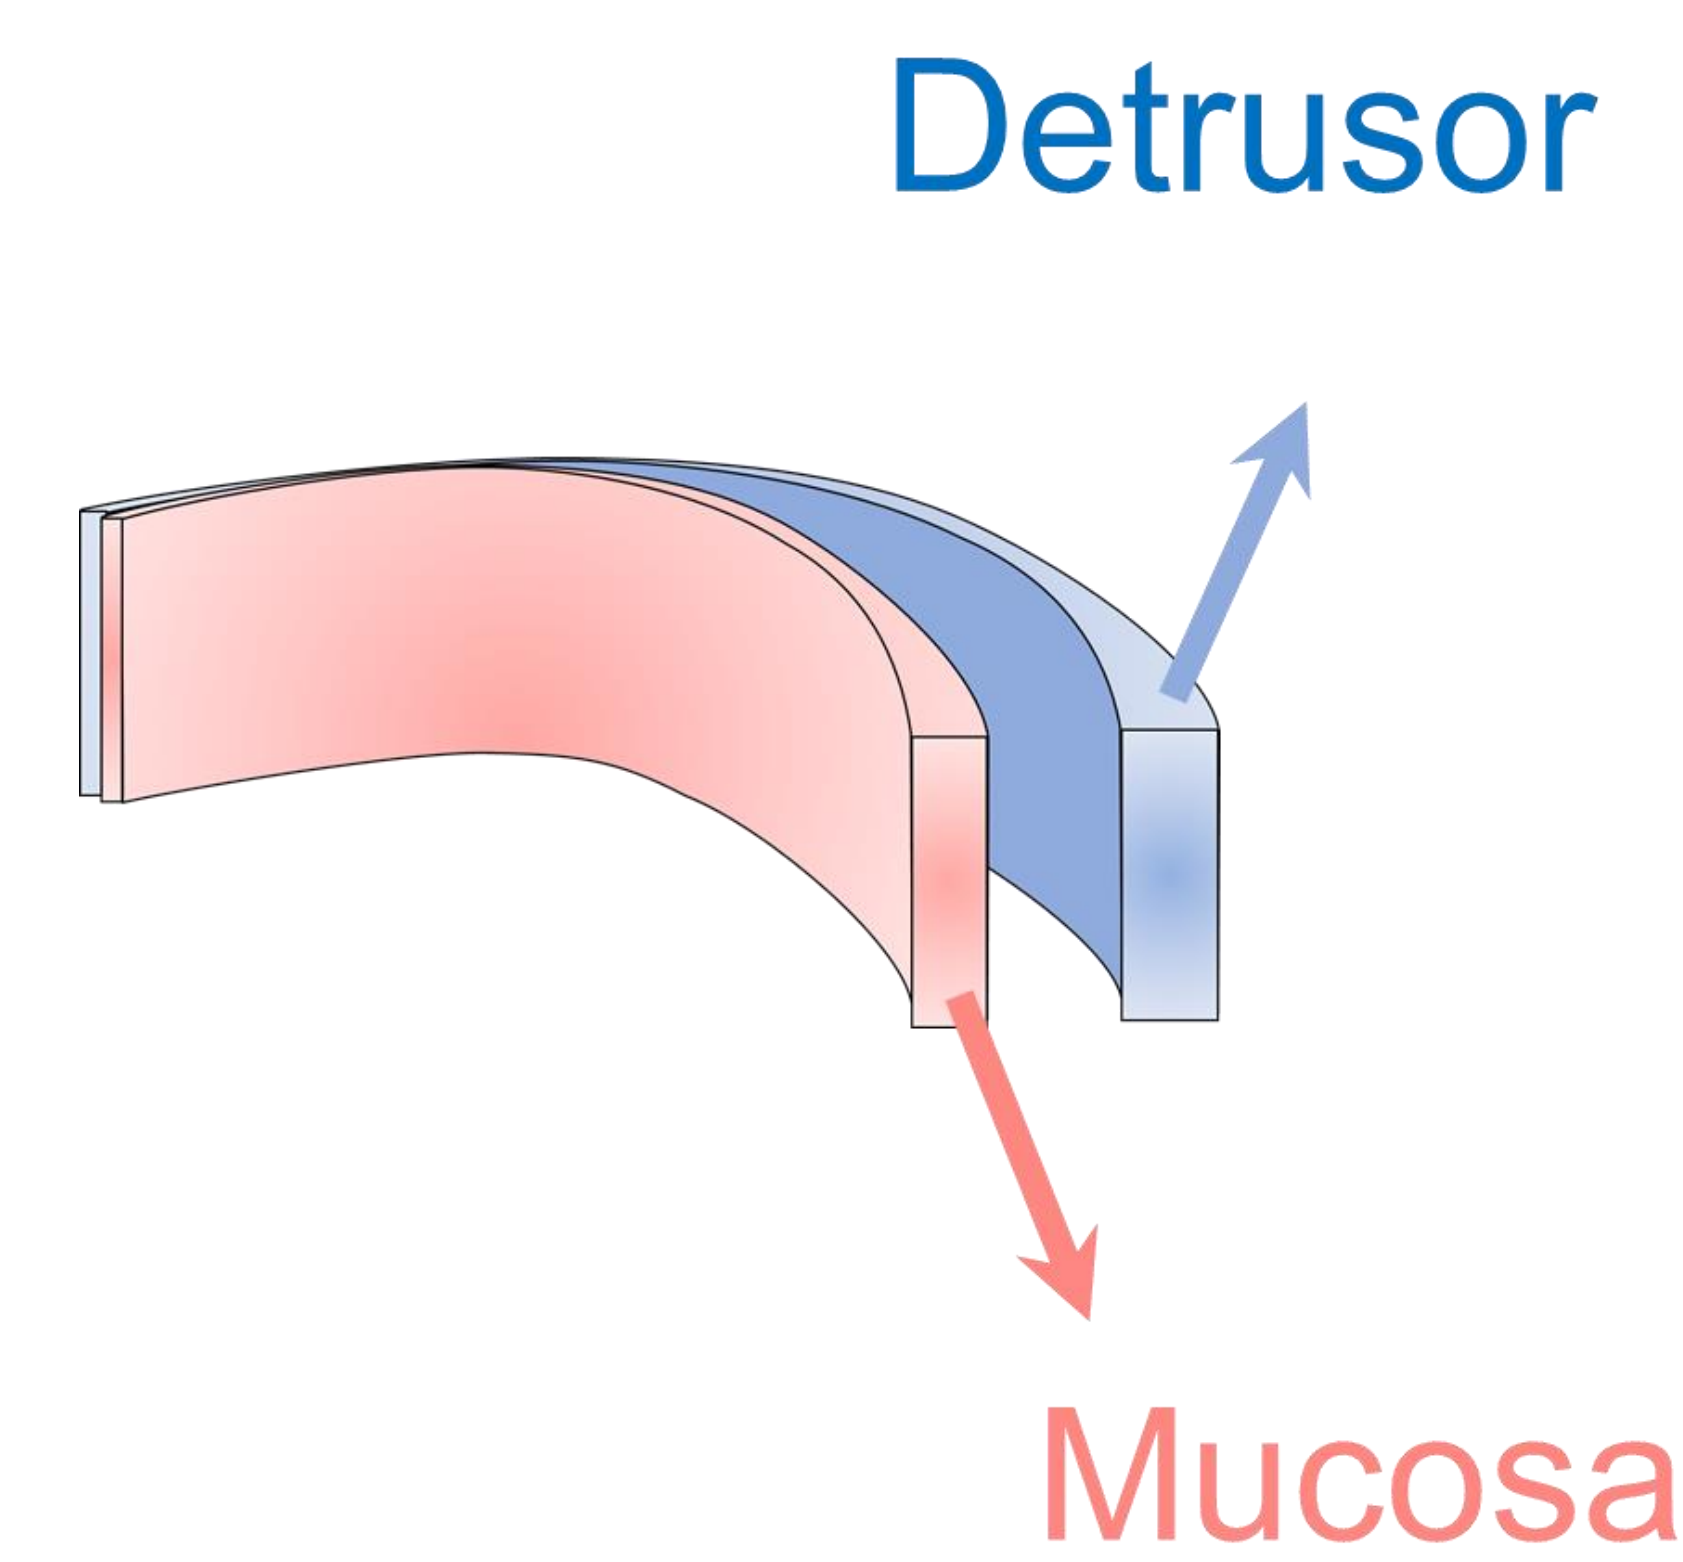

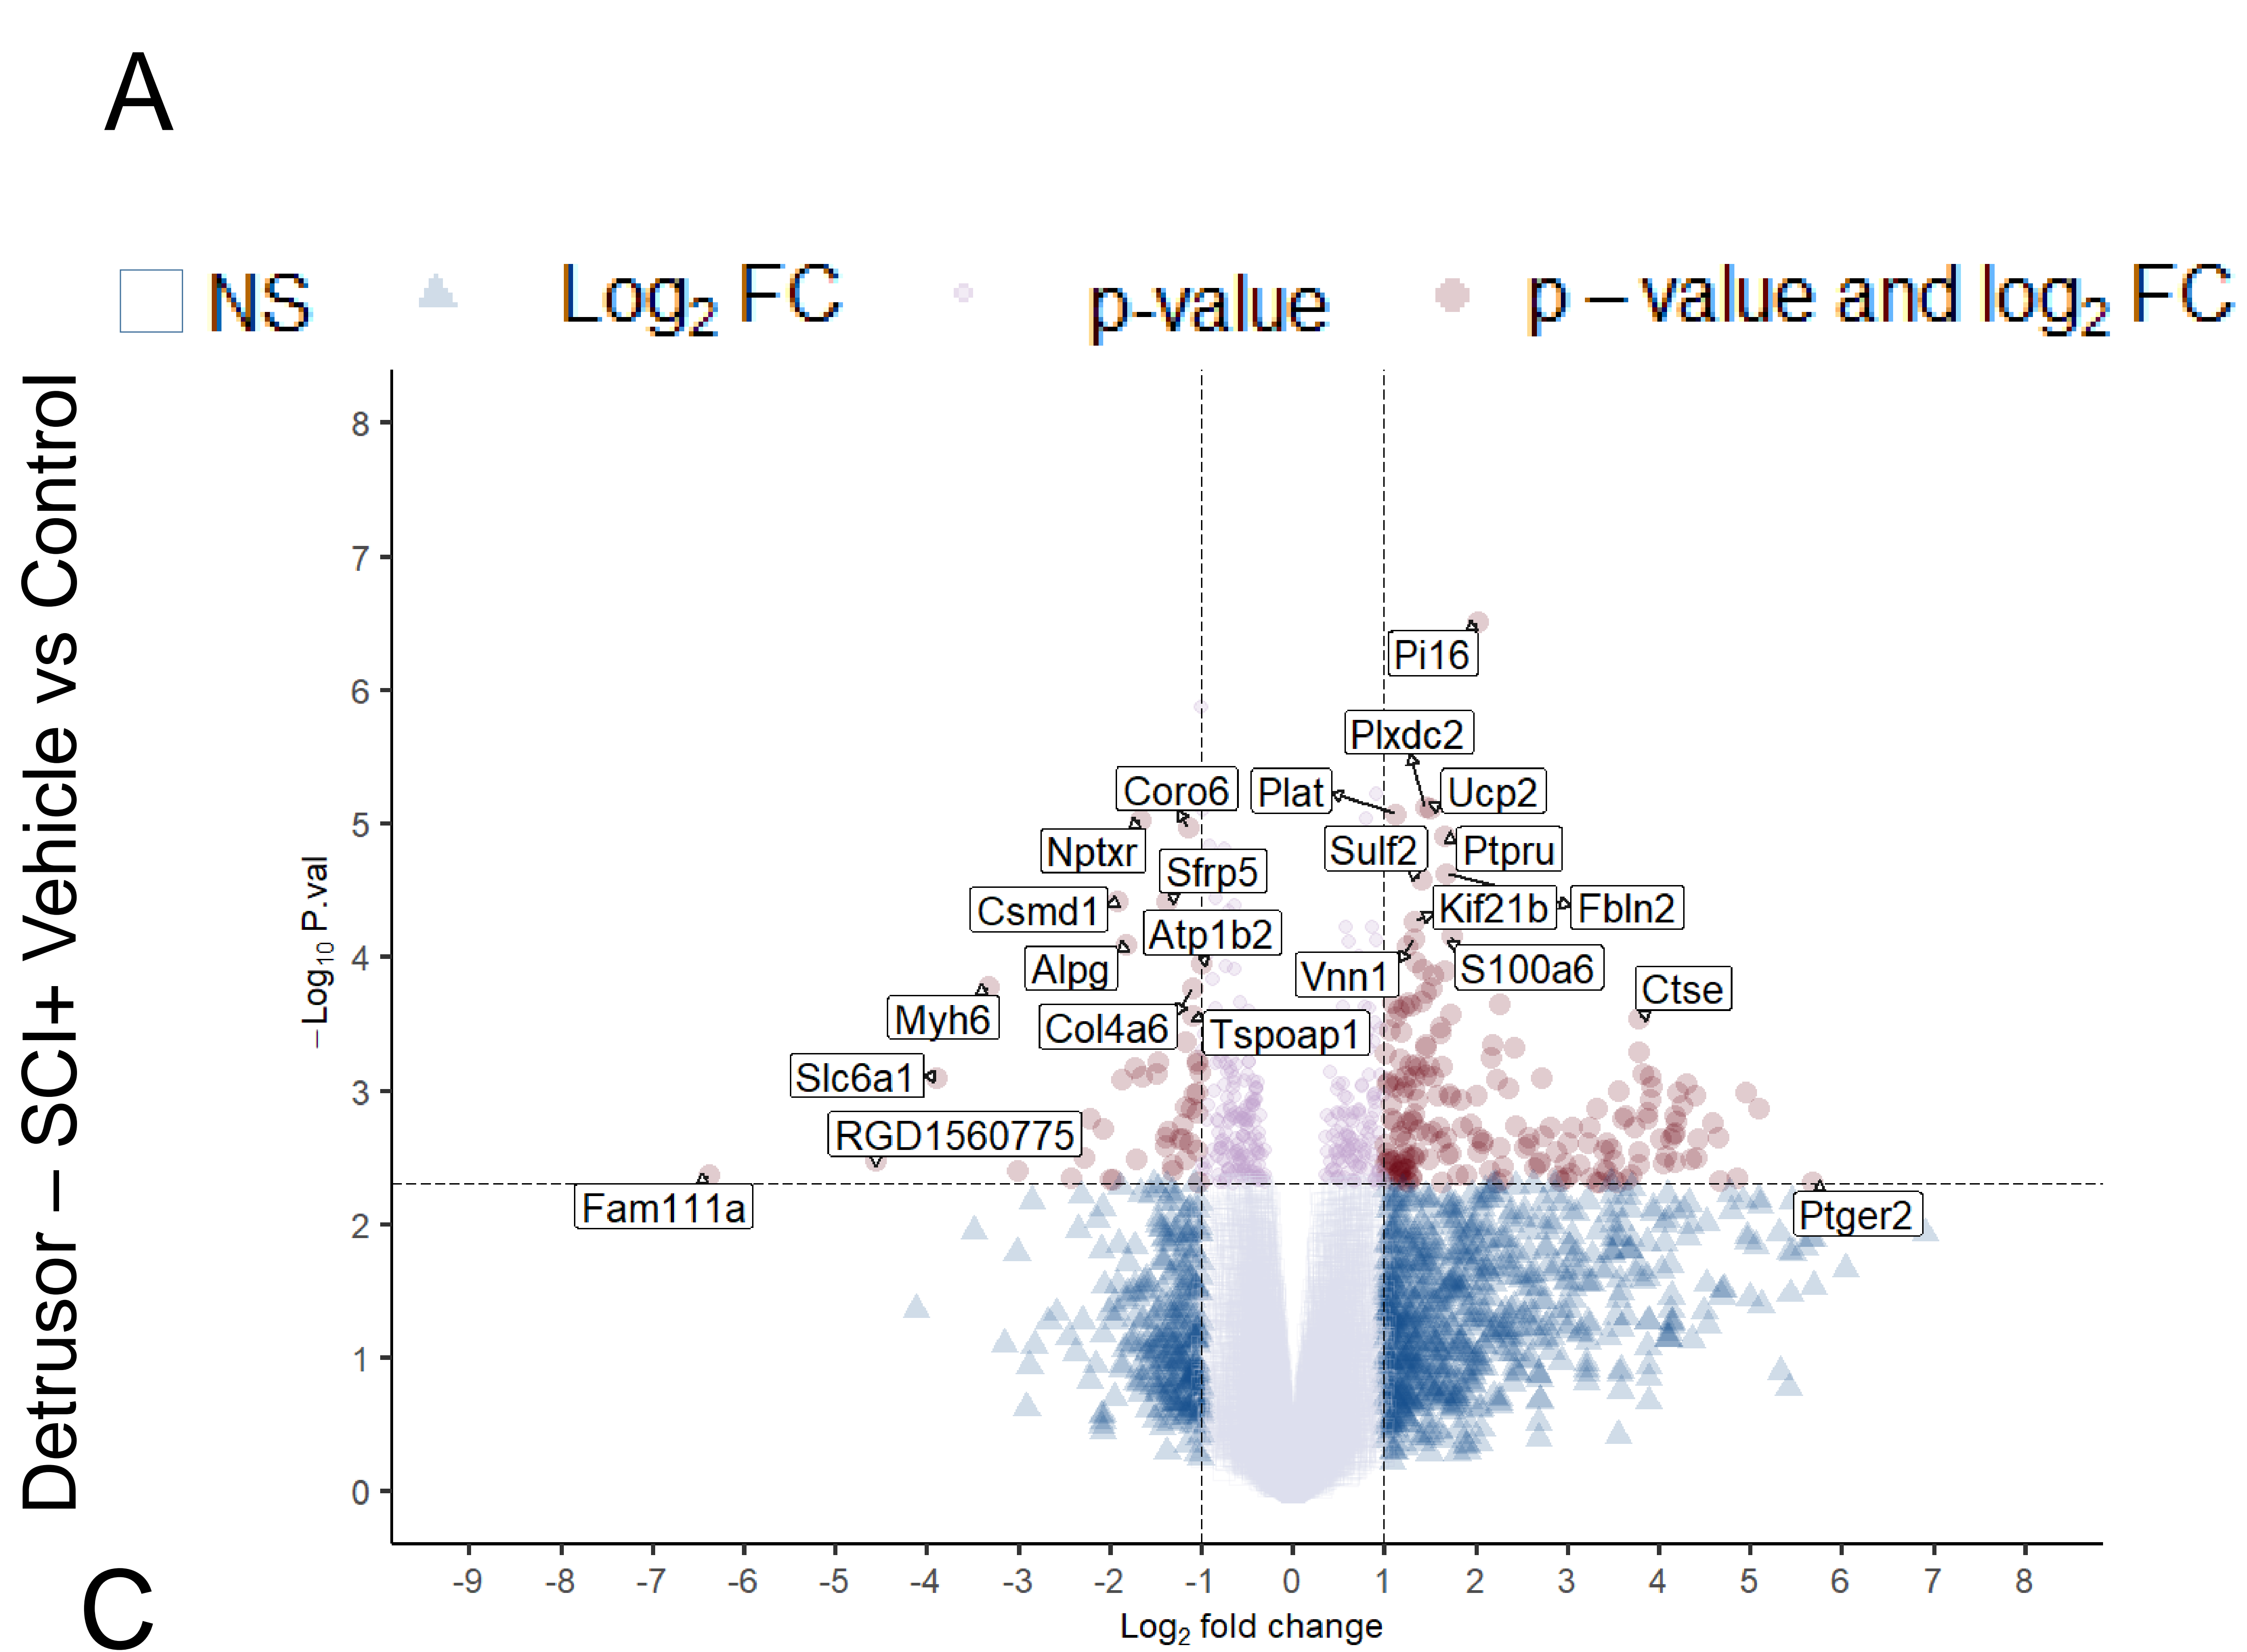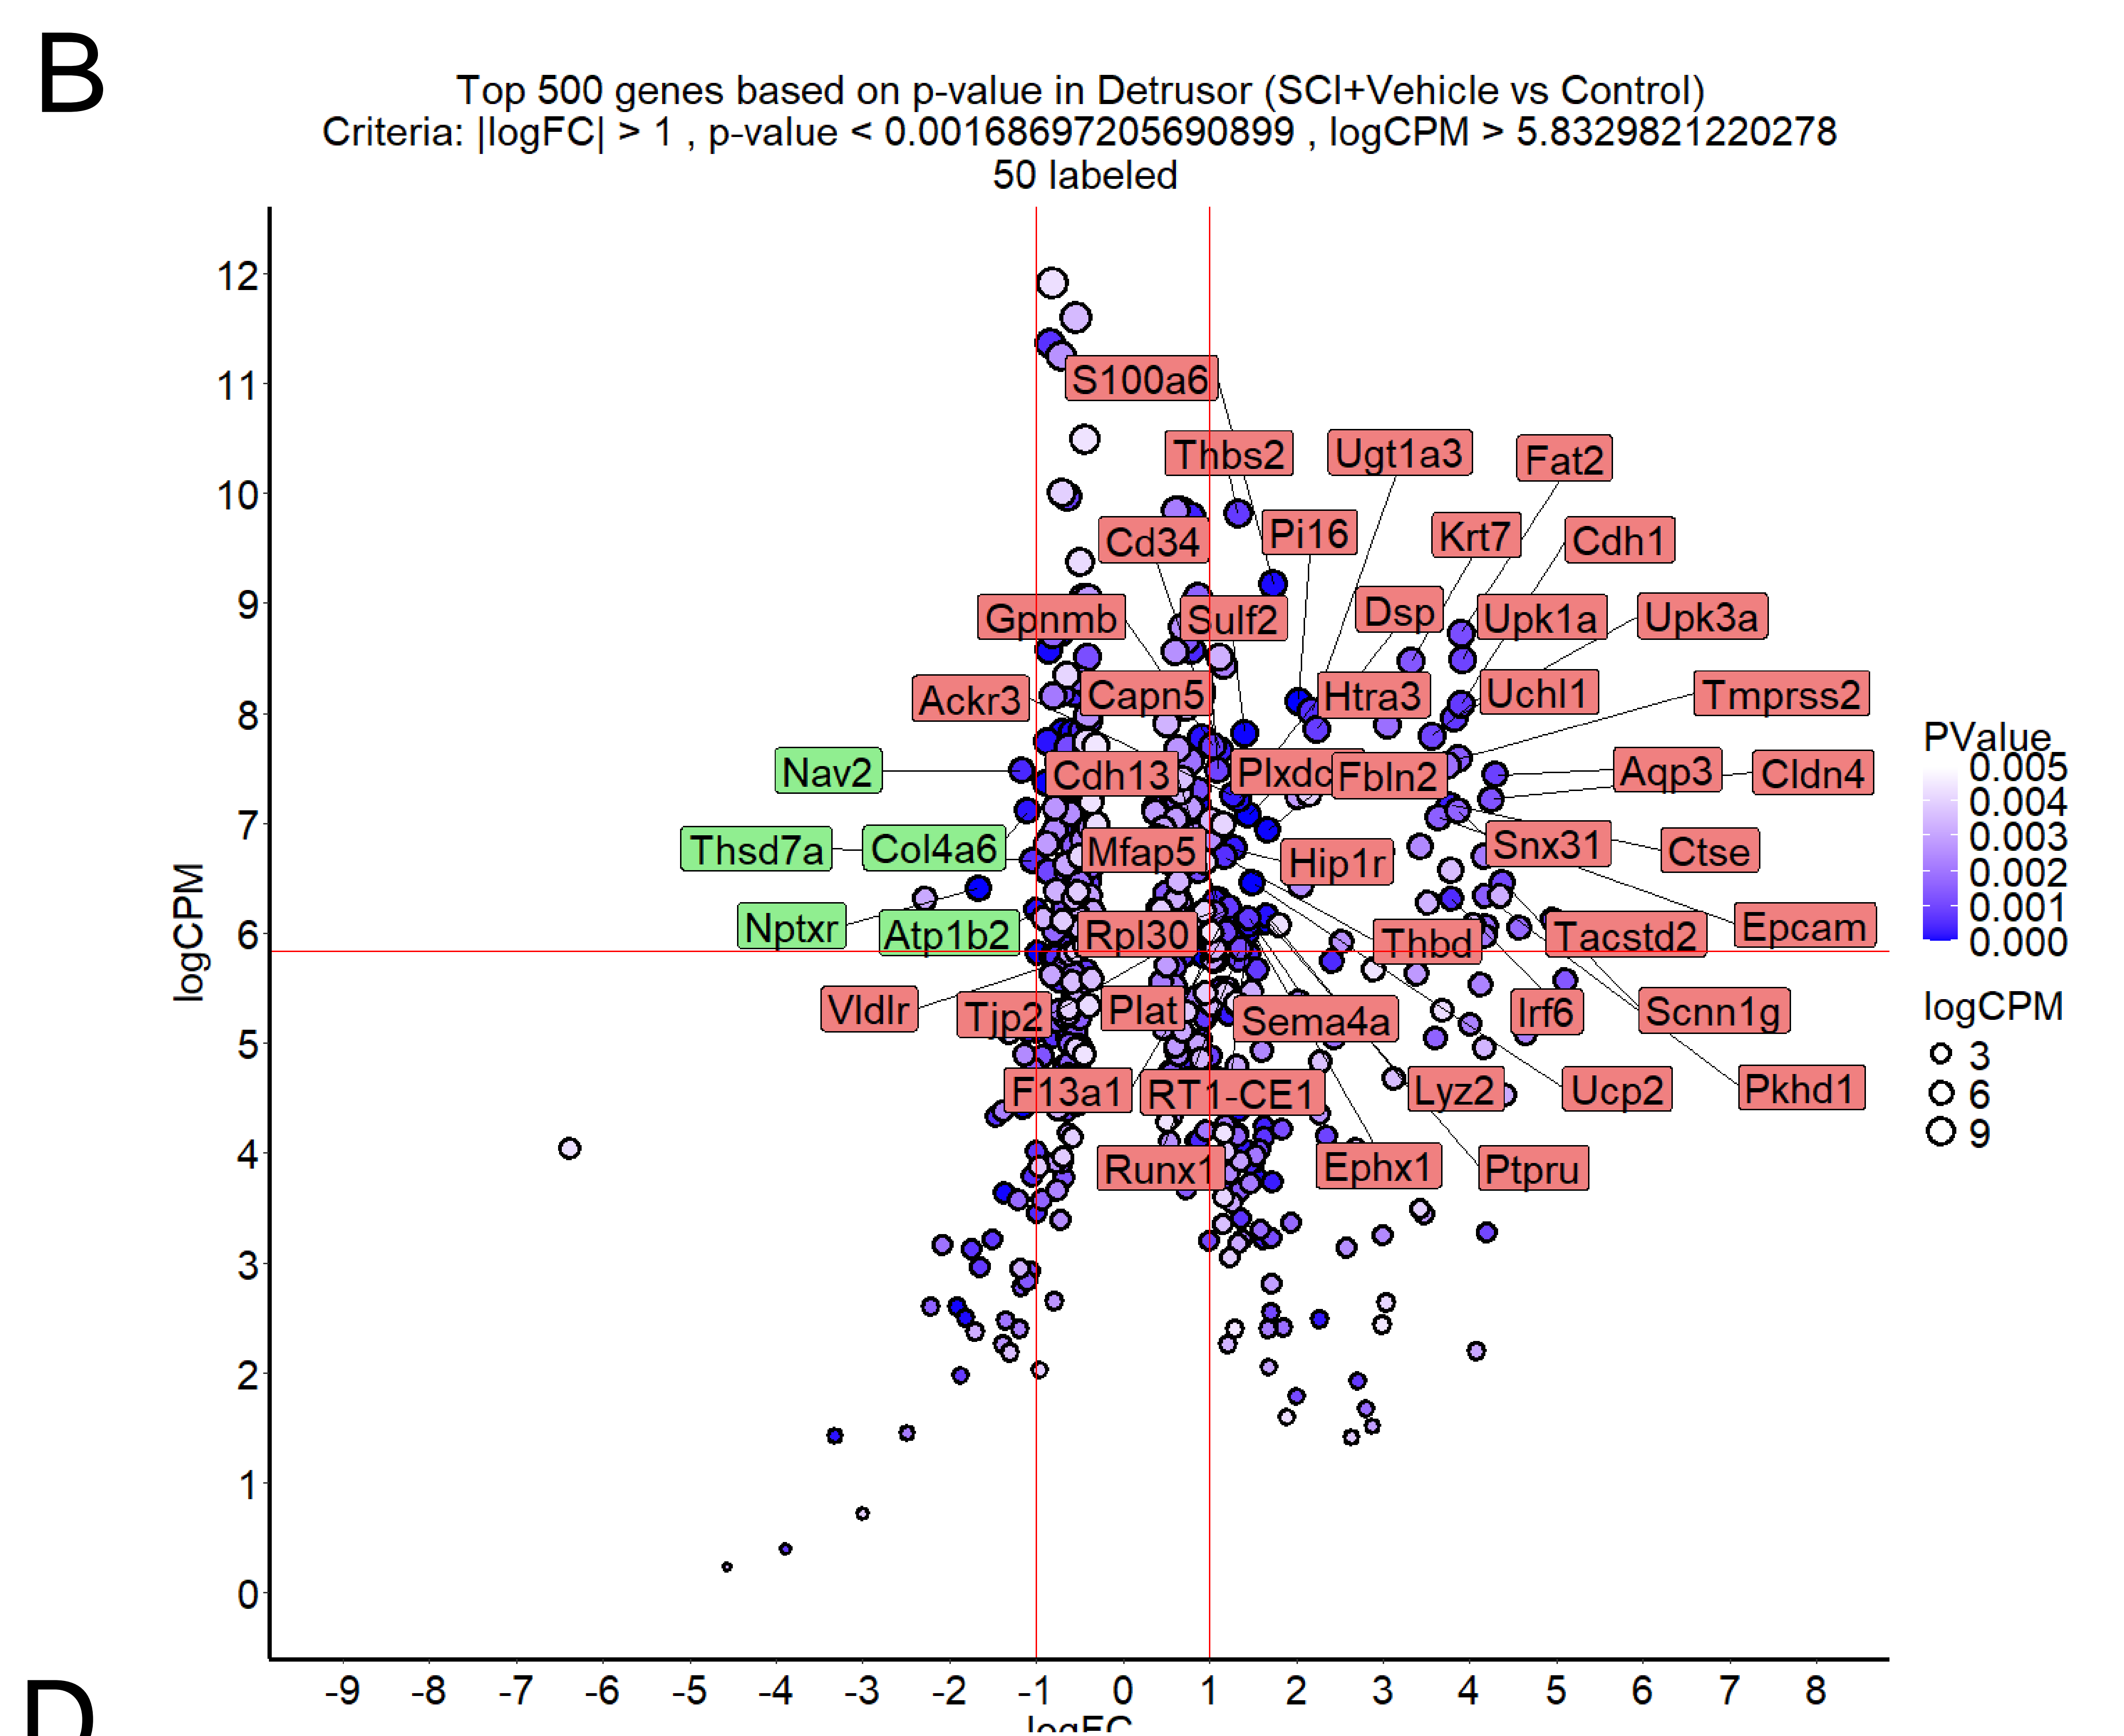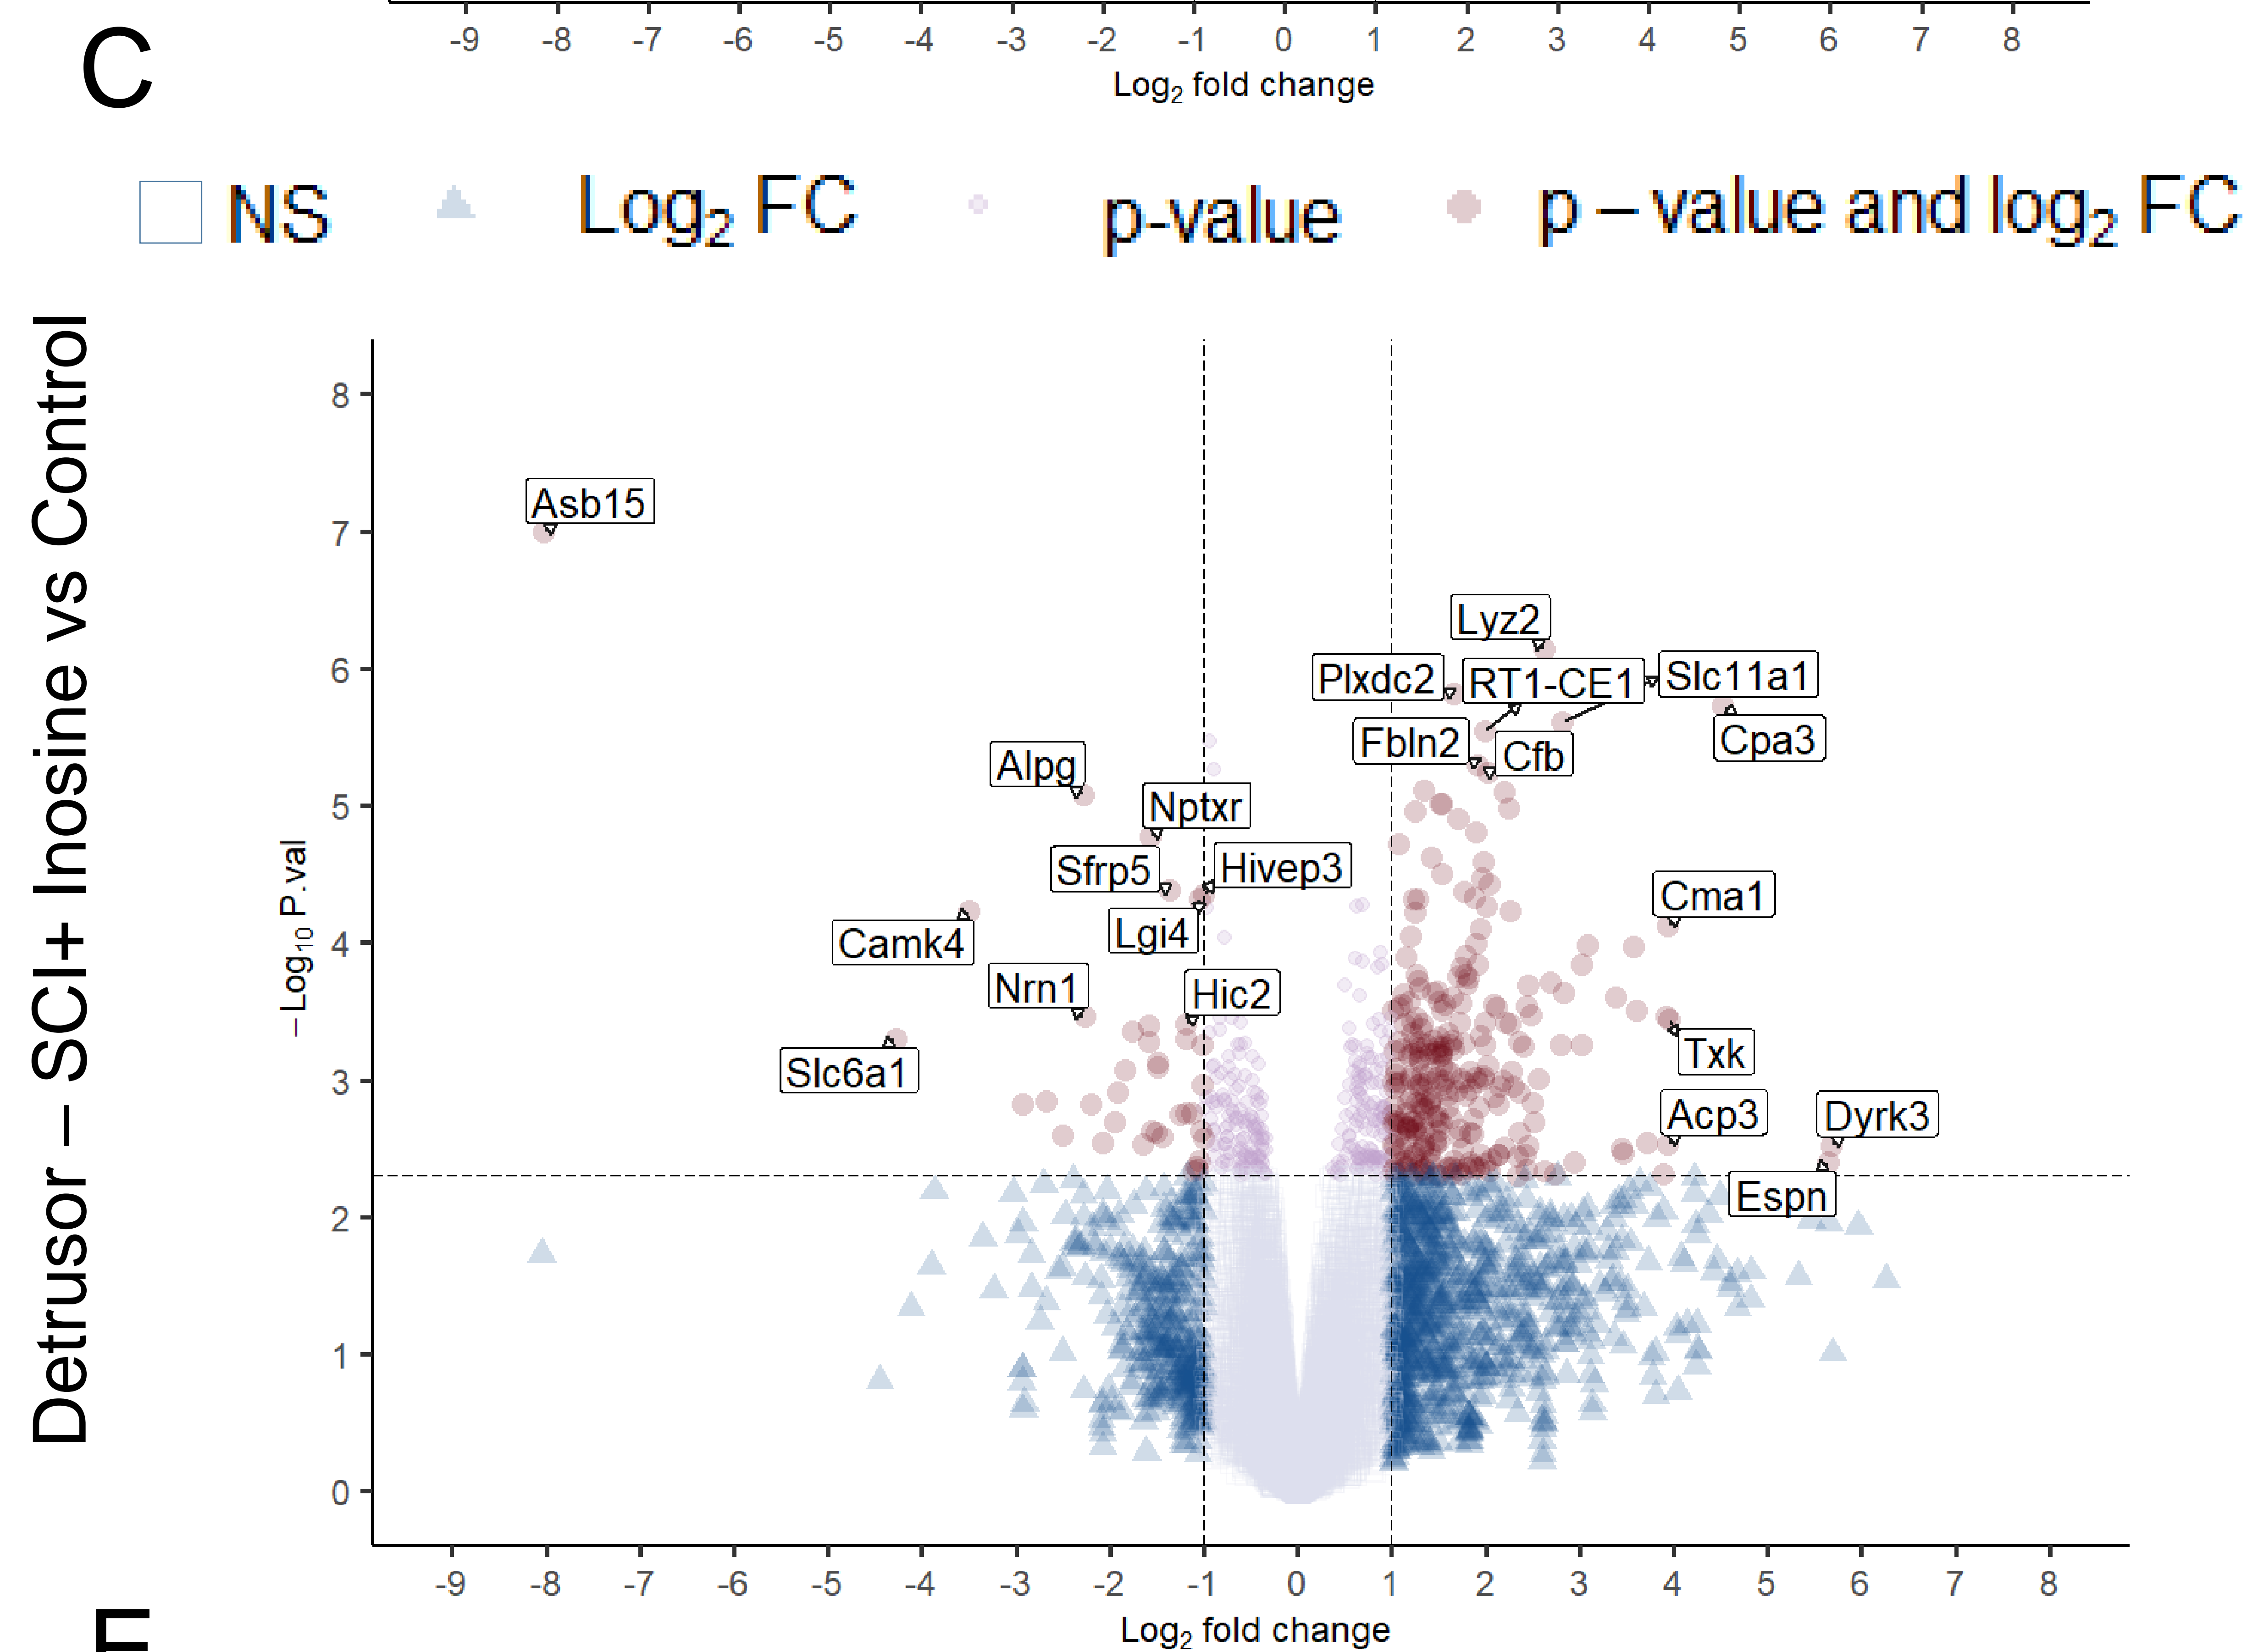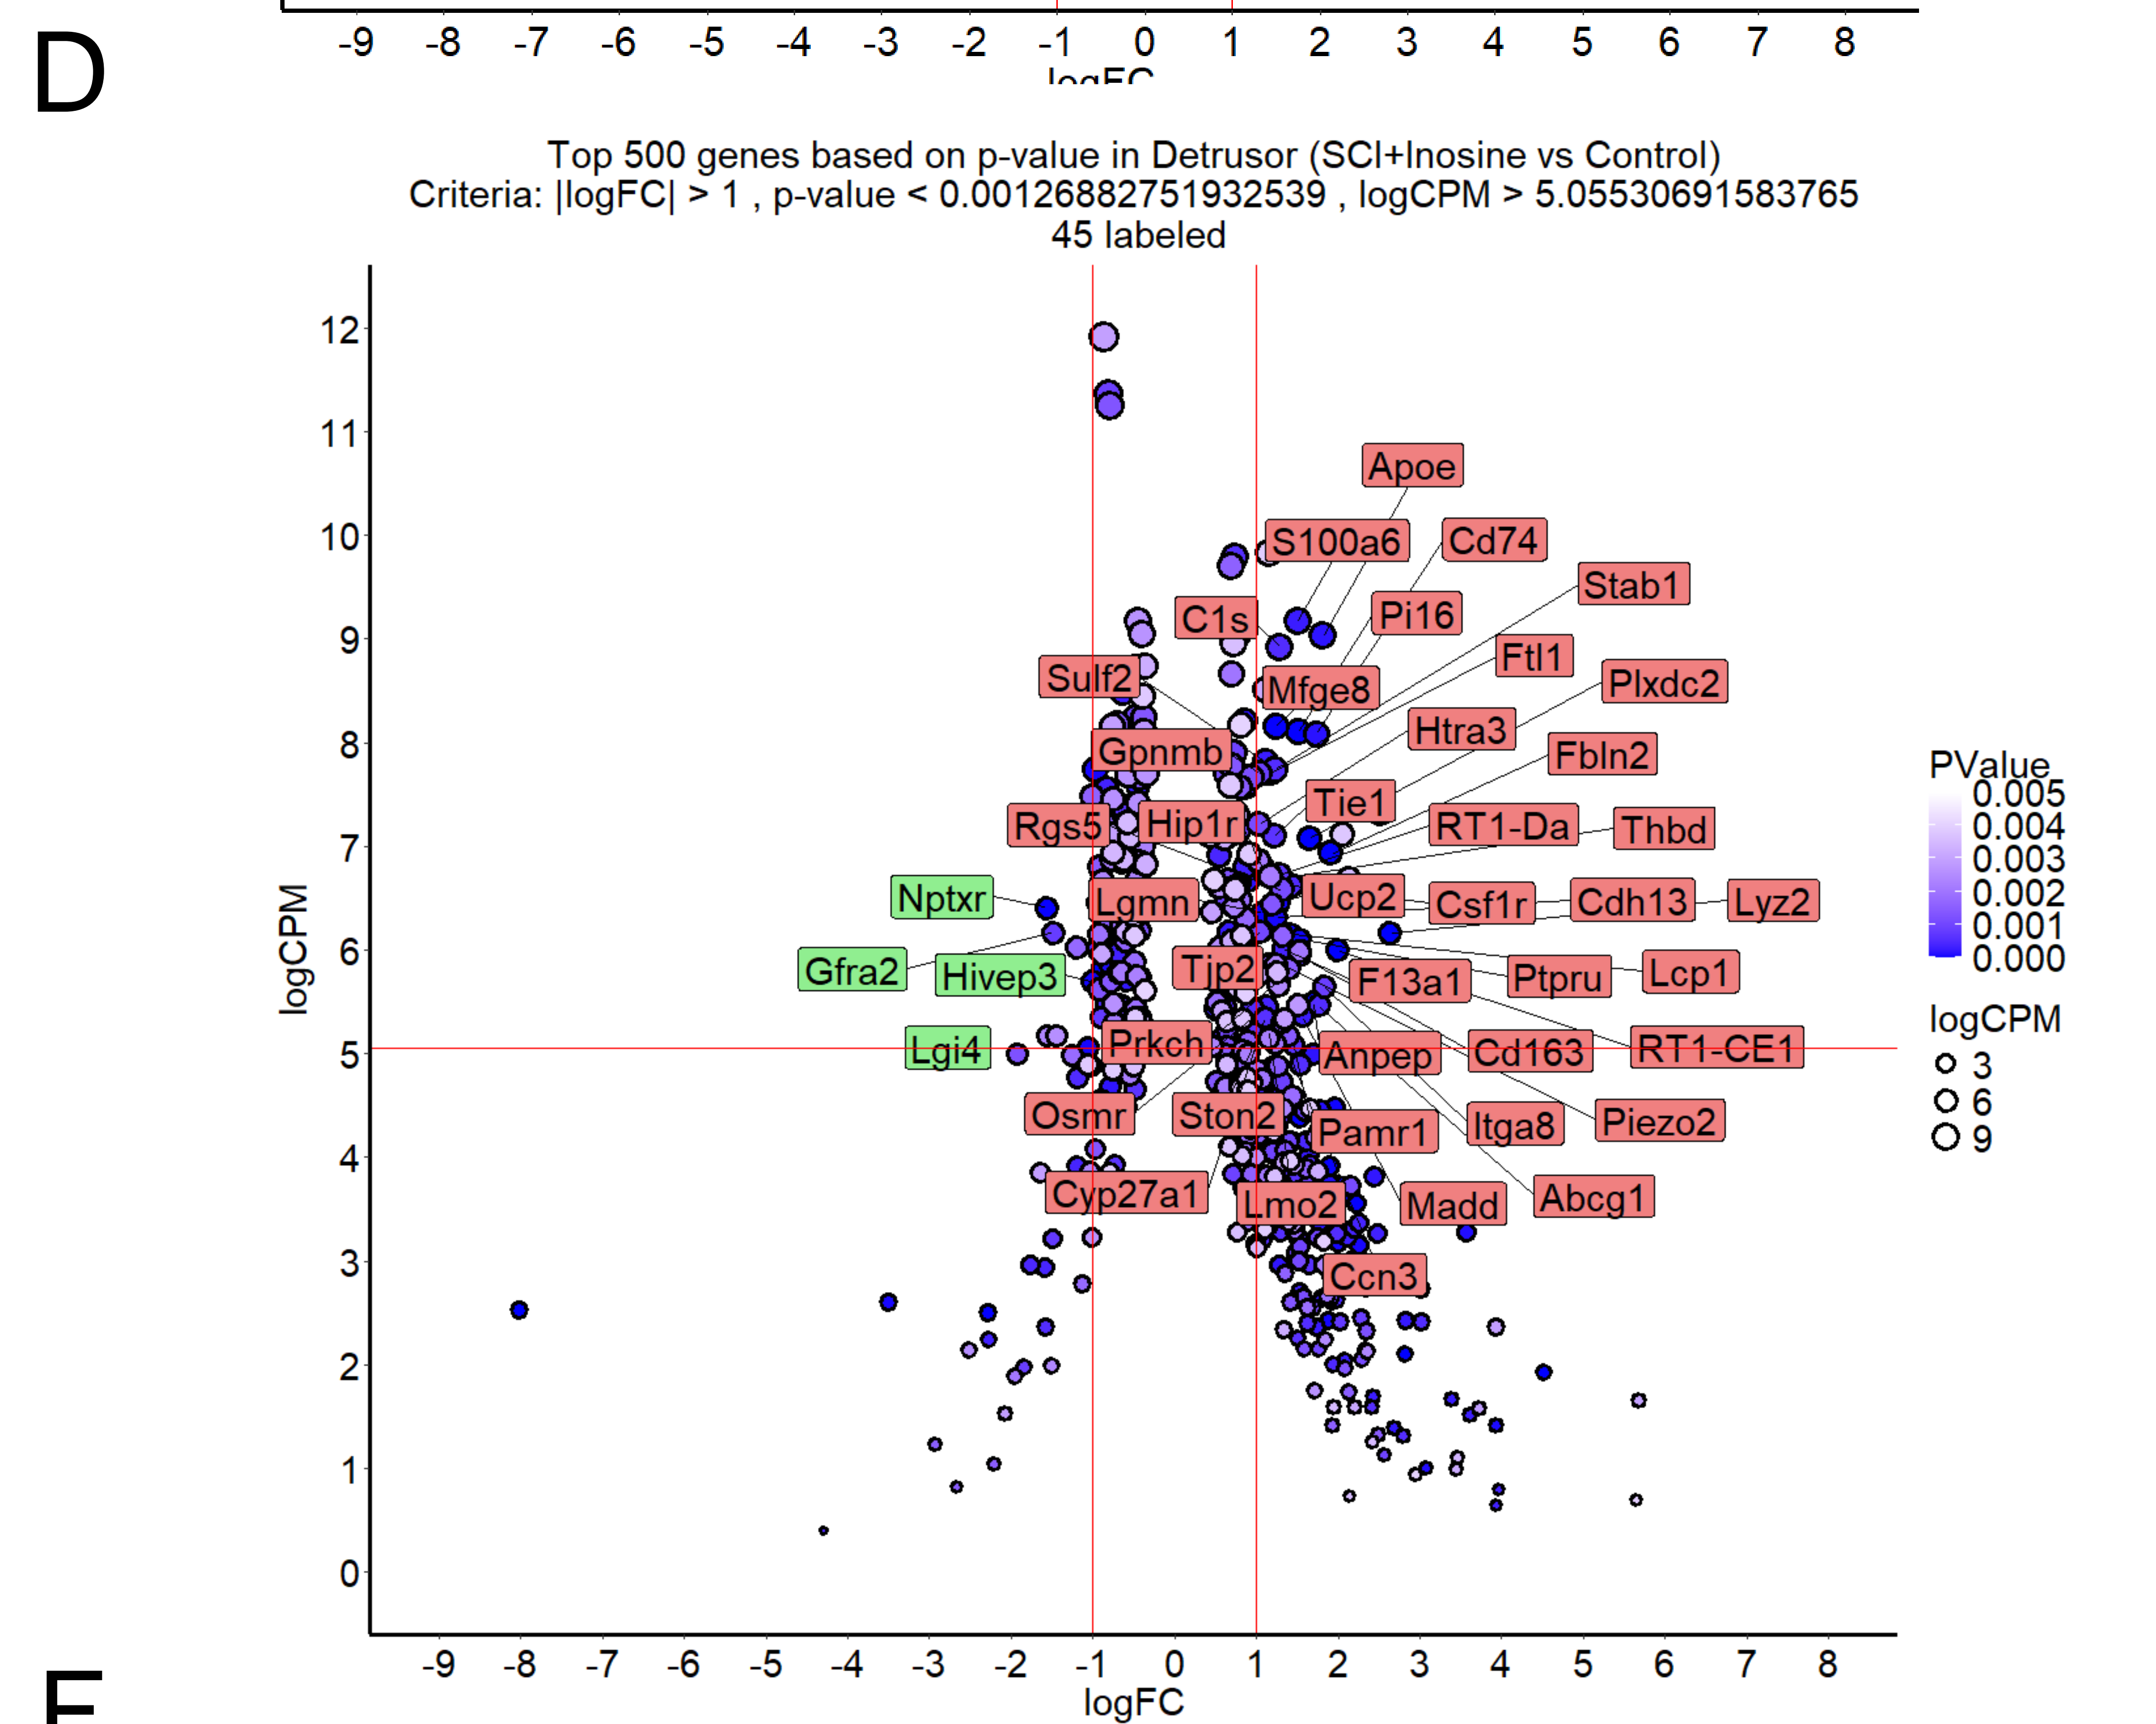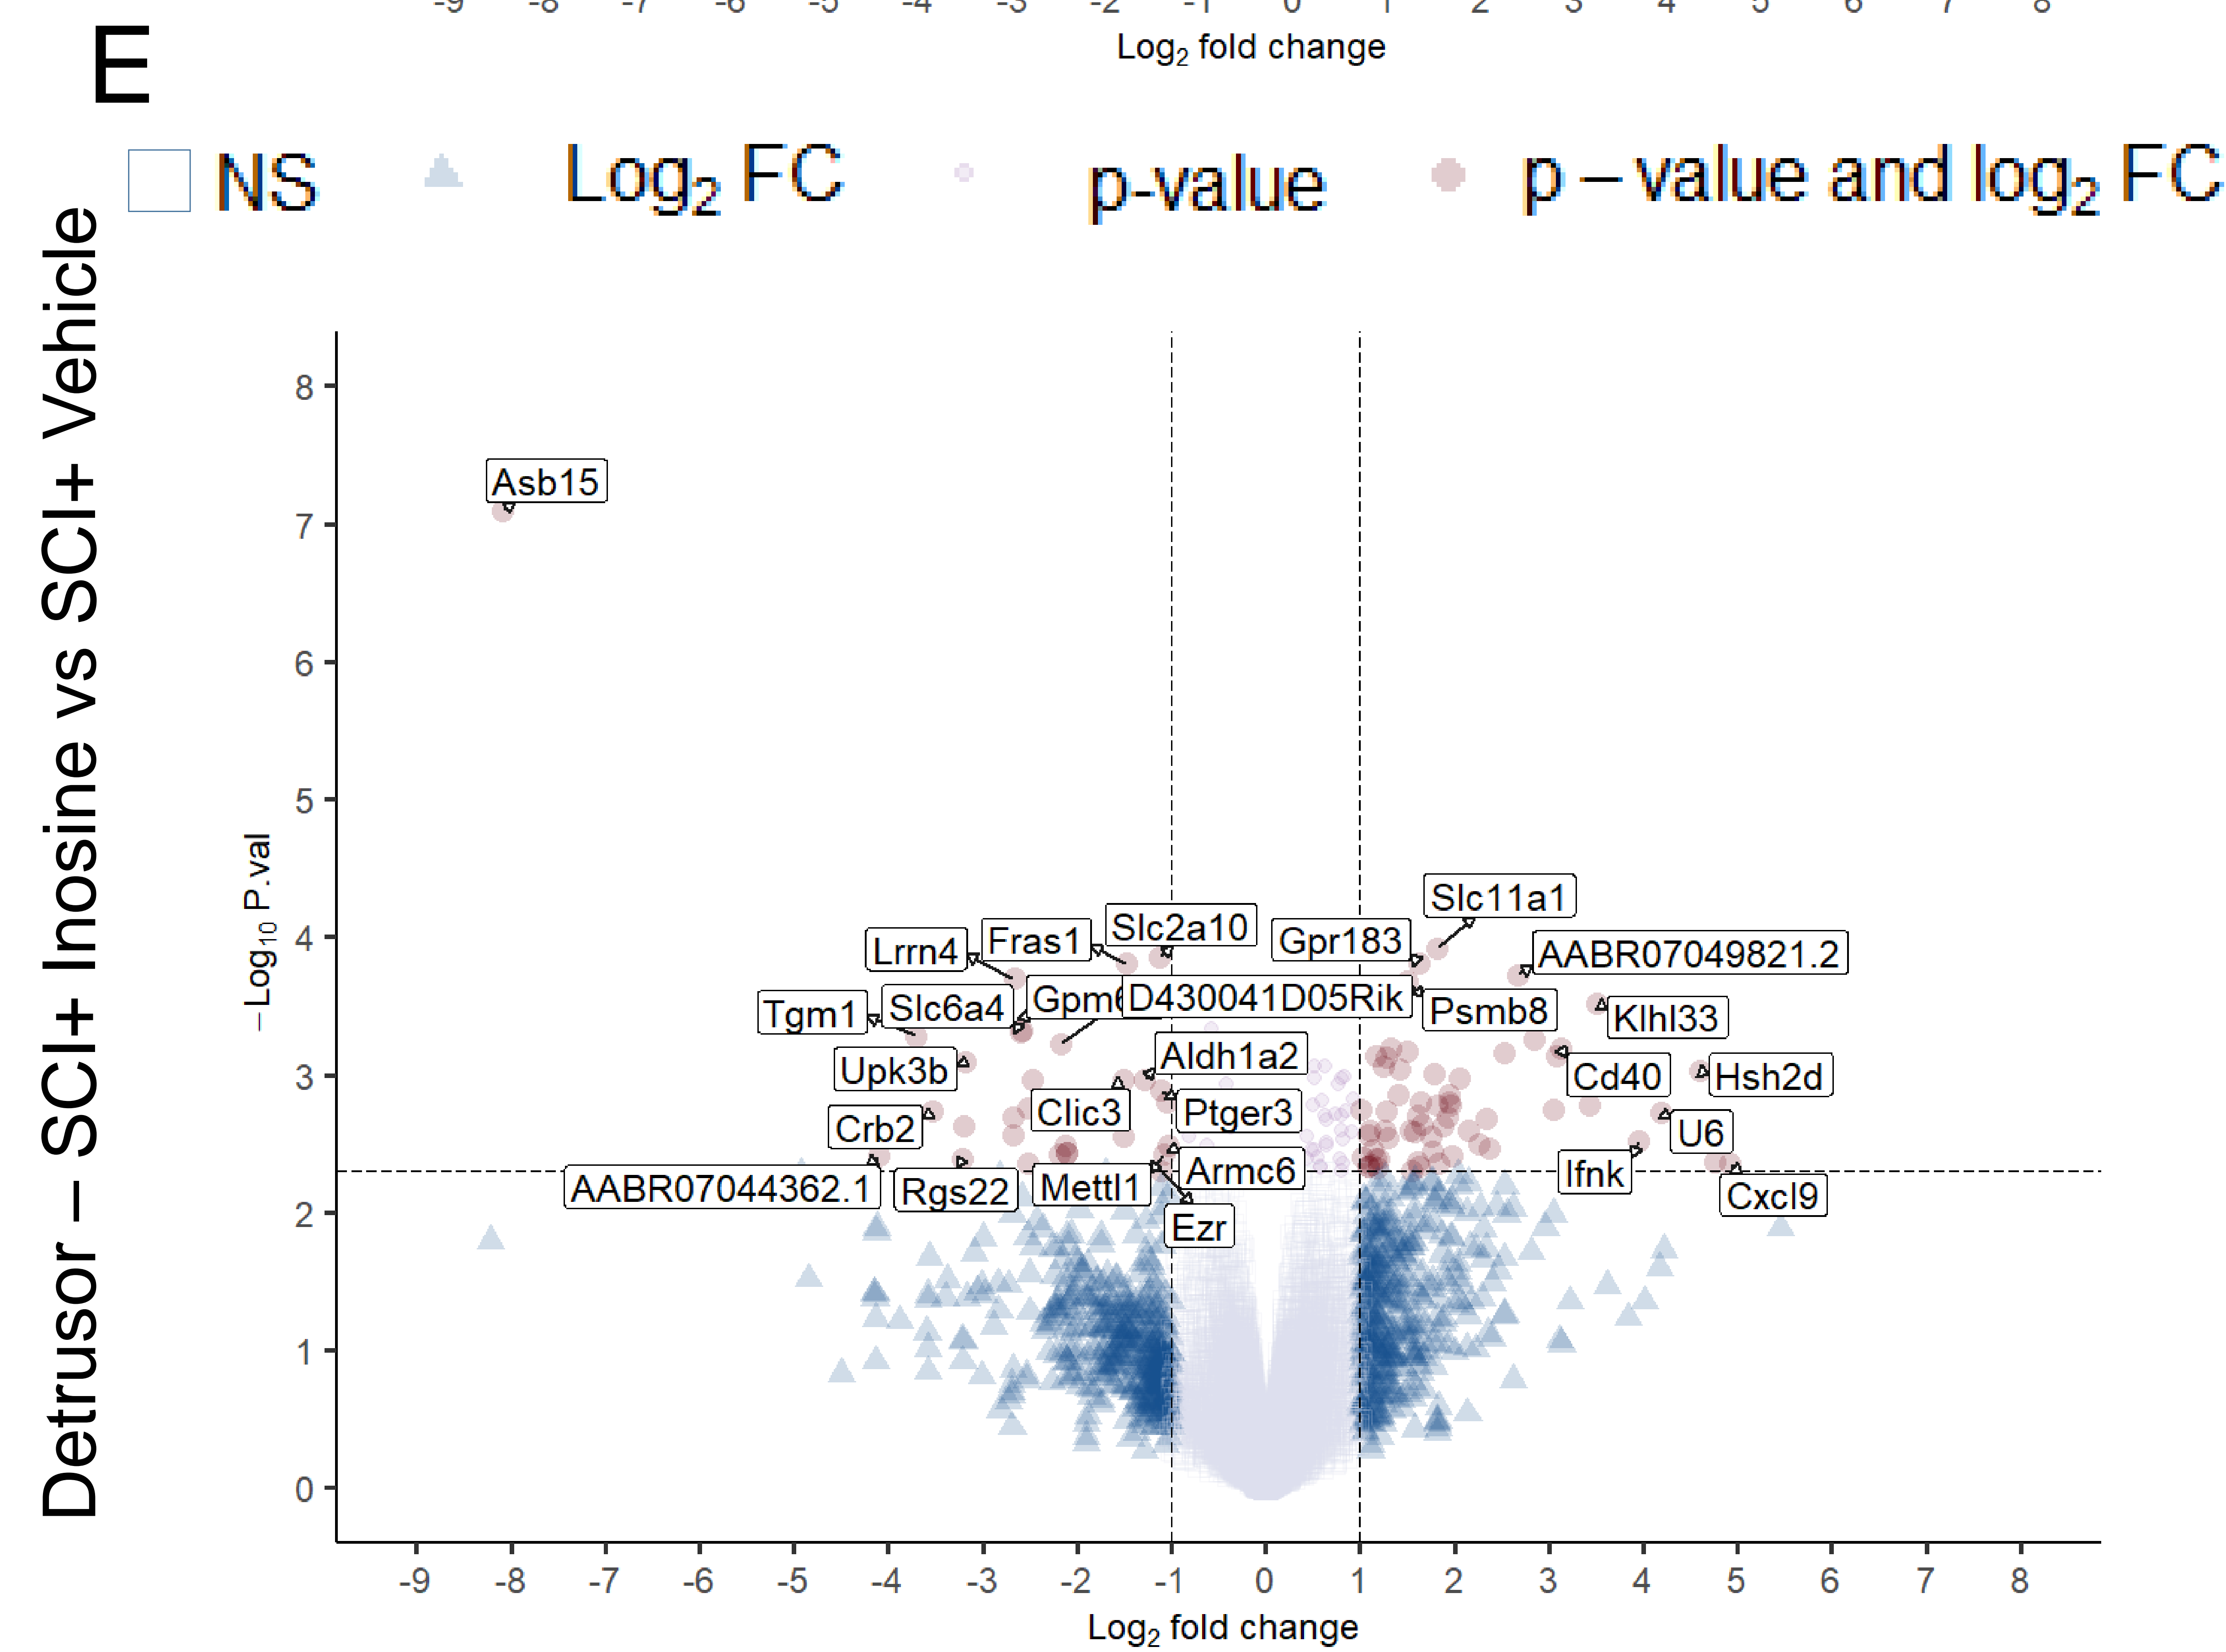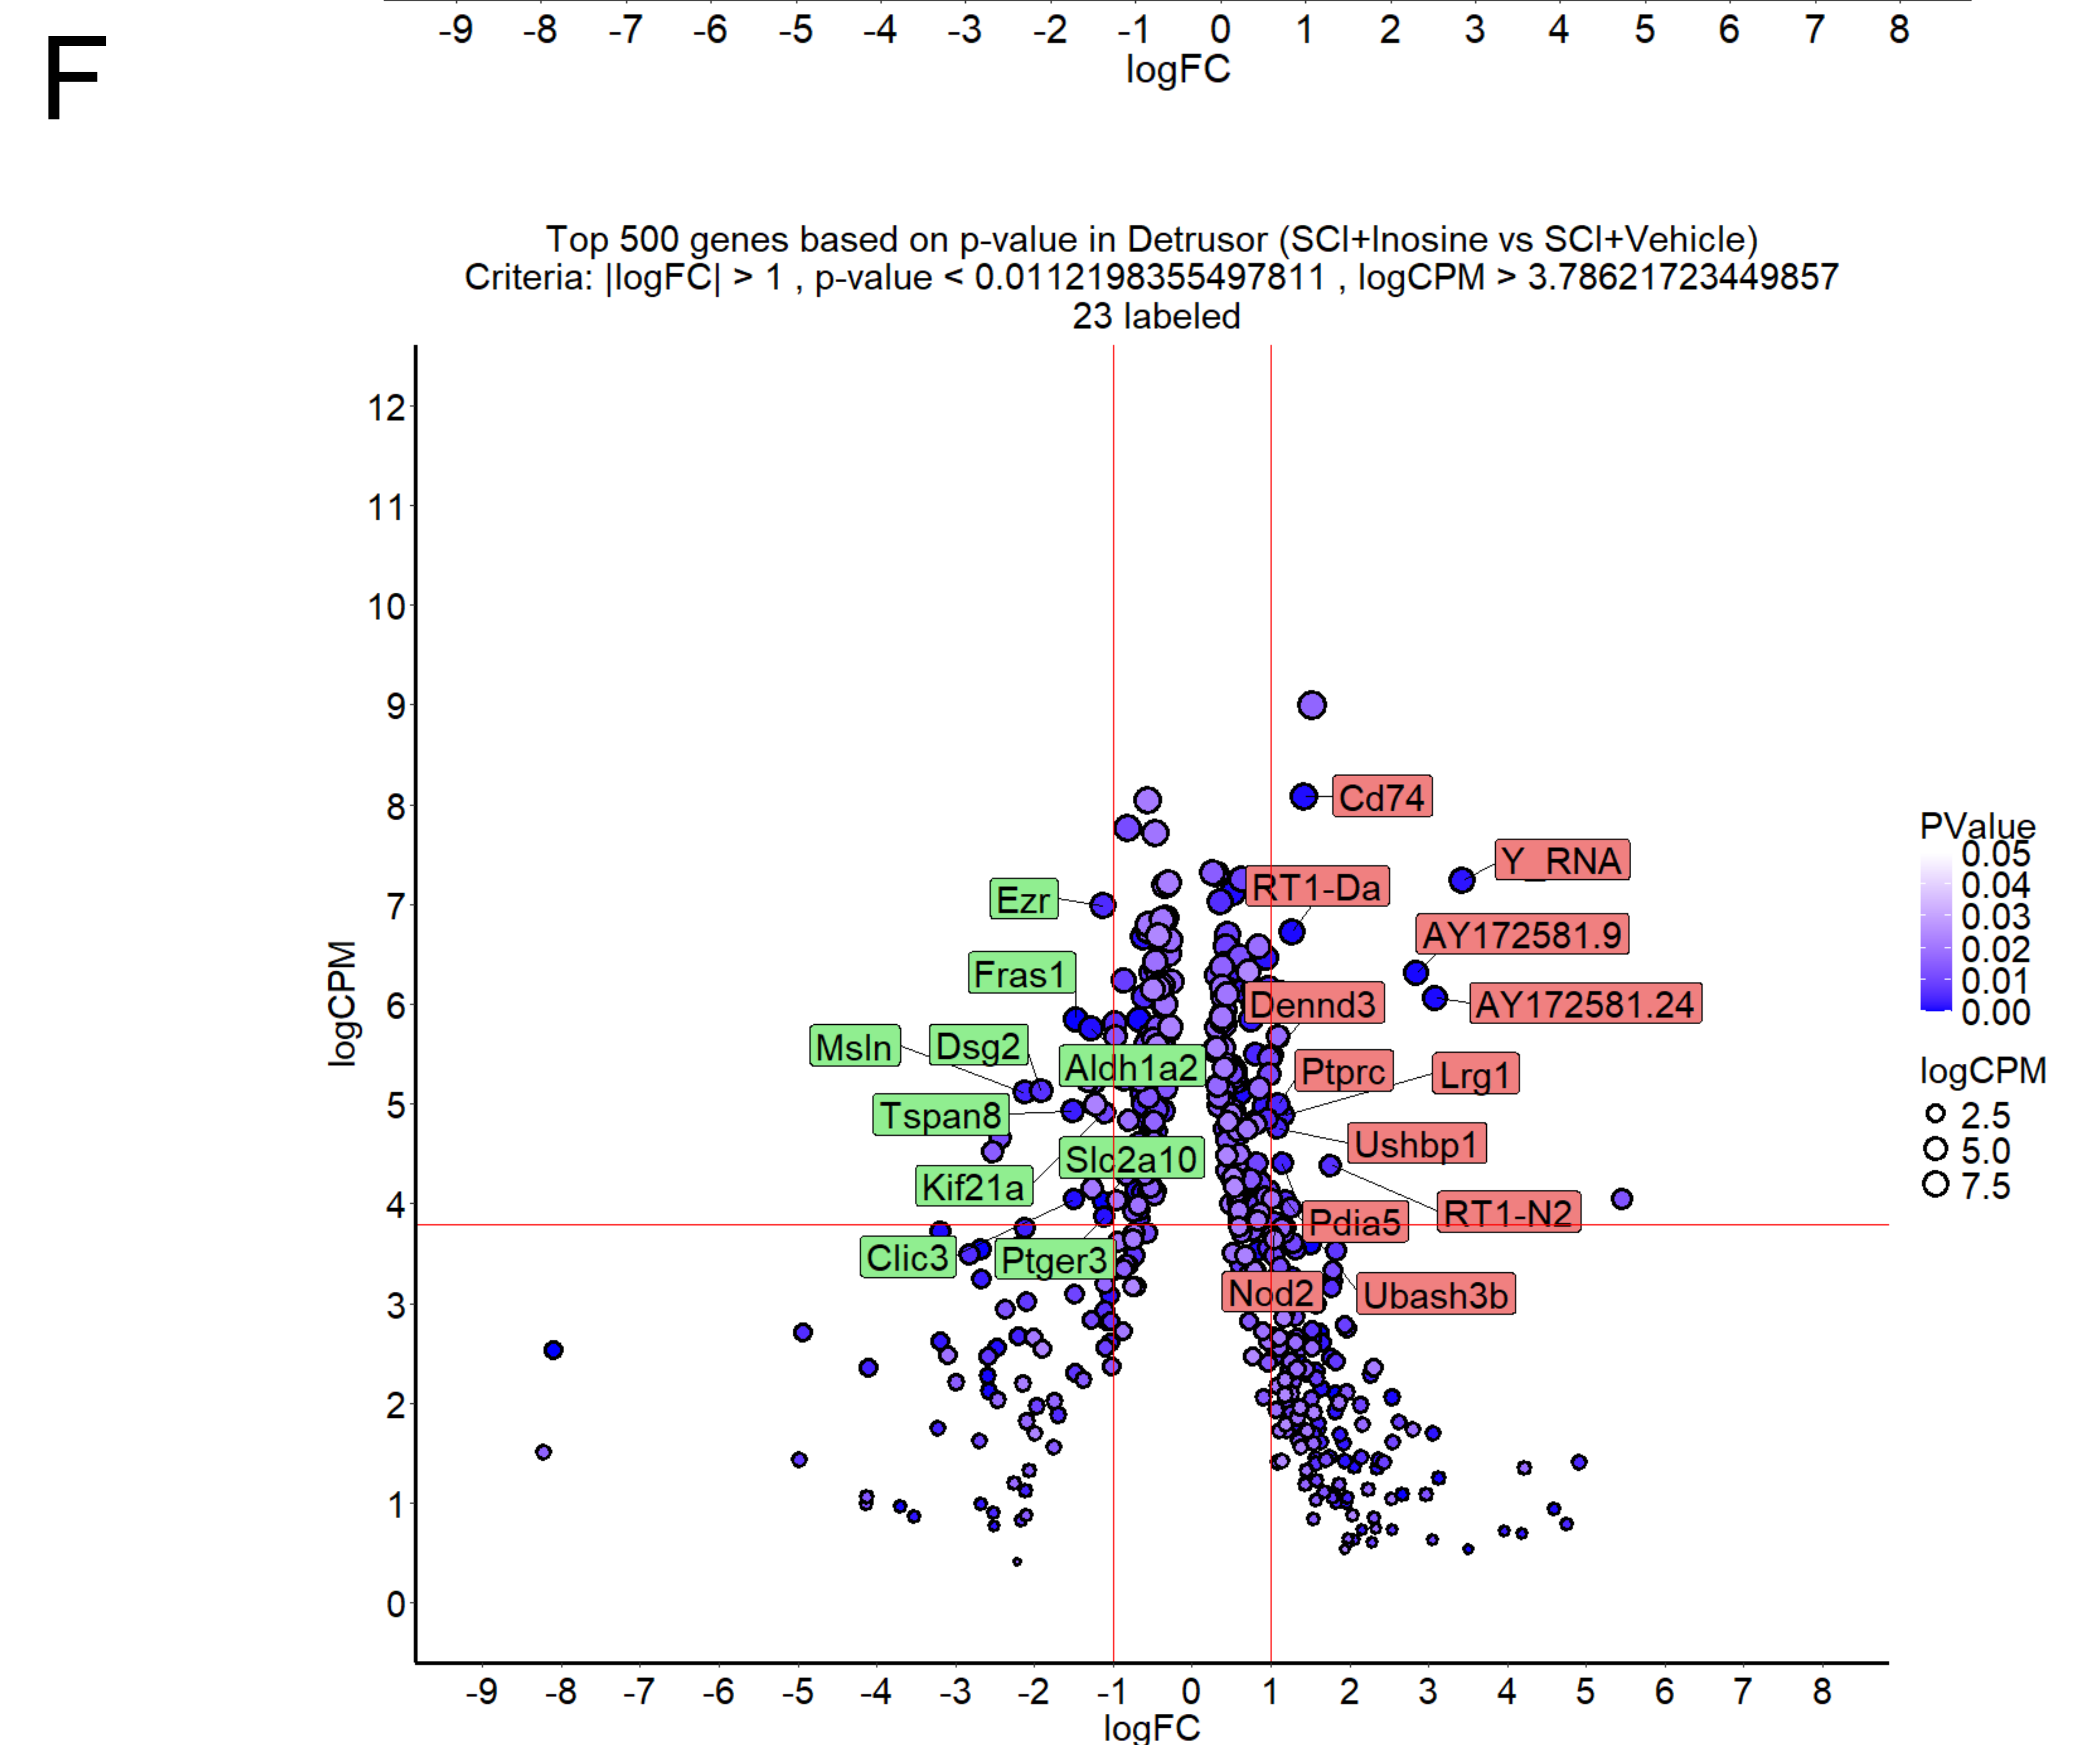

**Supplementary Figure 5**

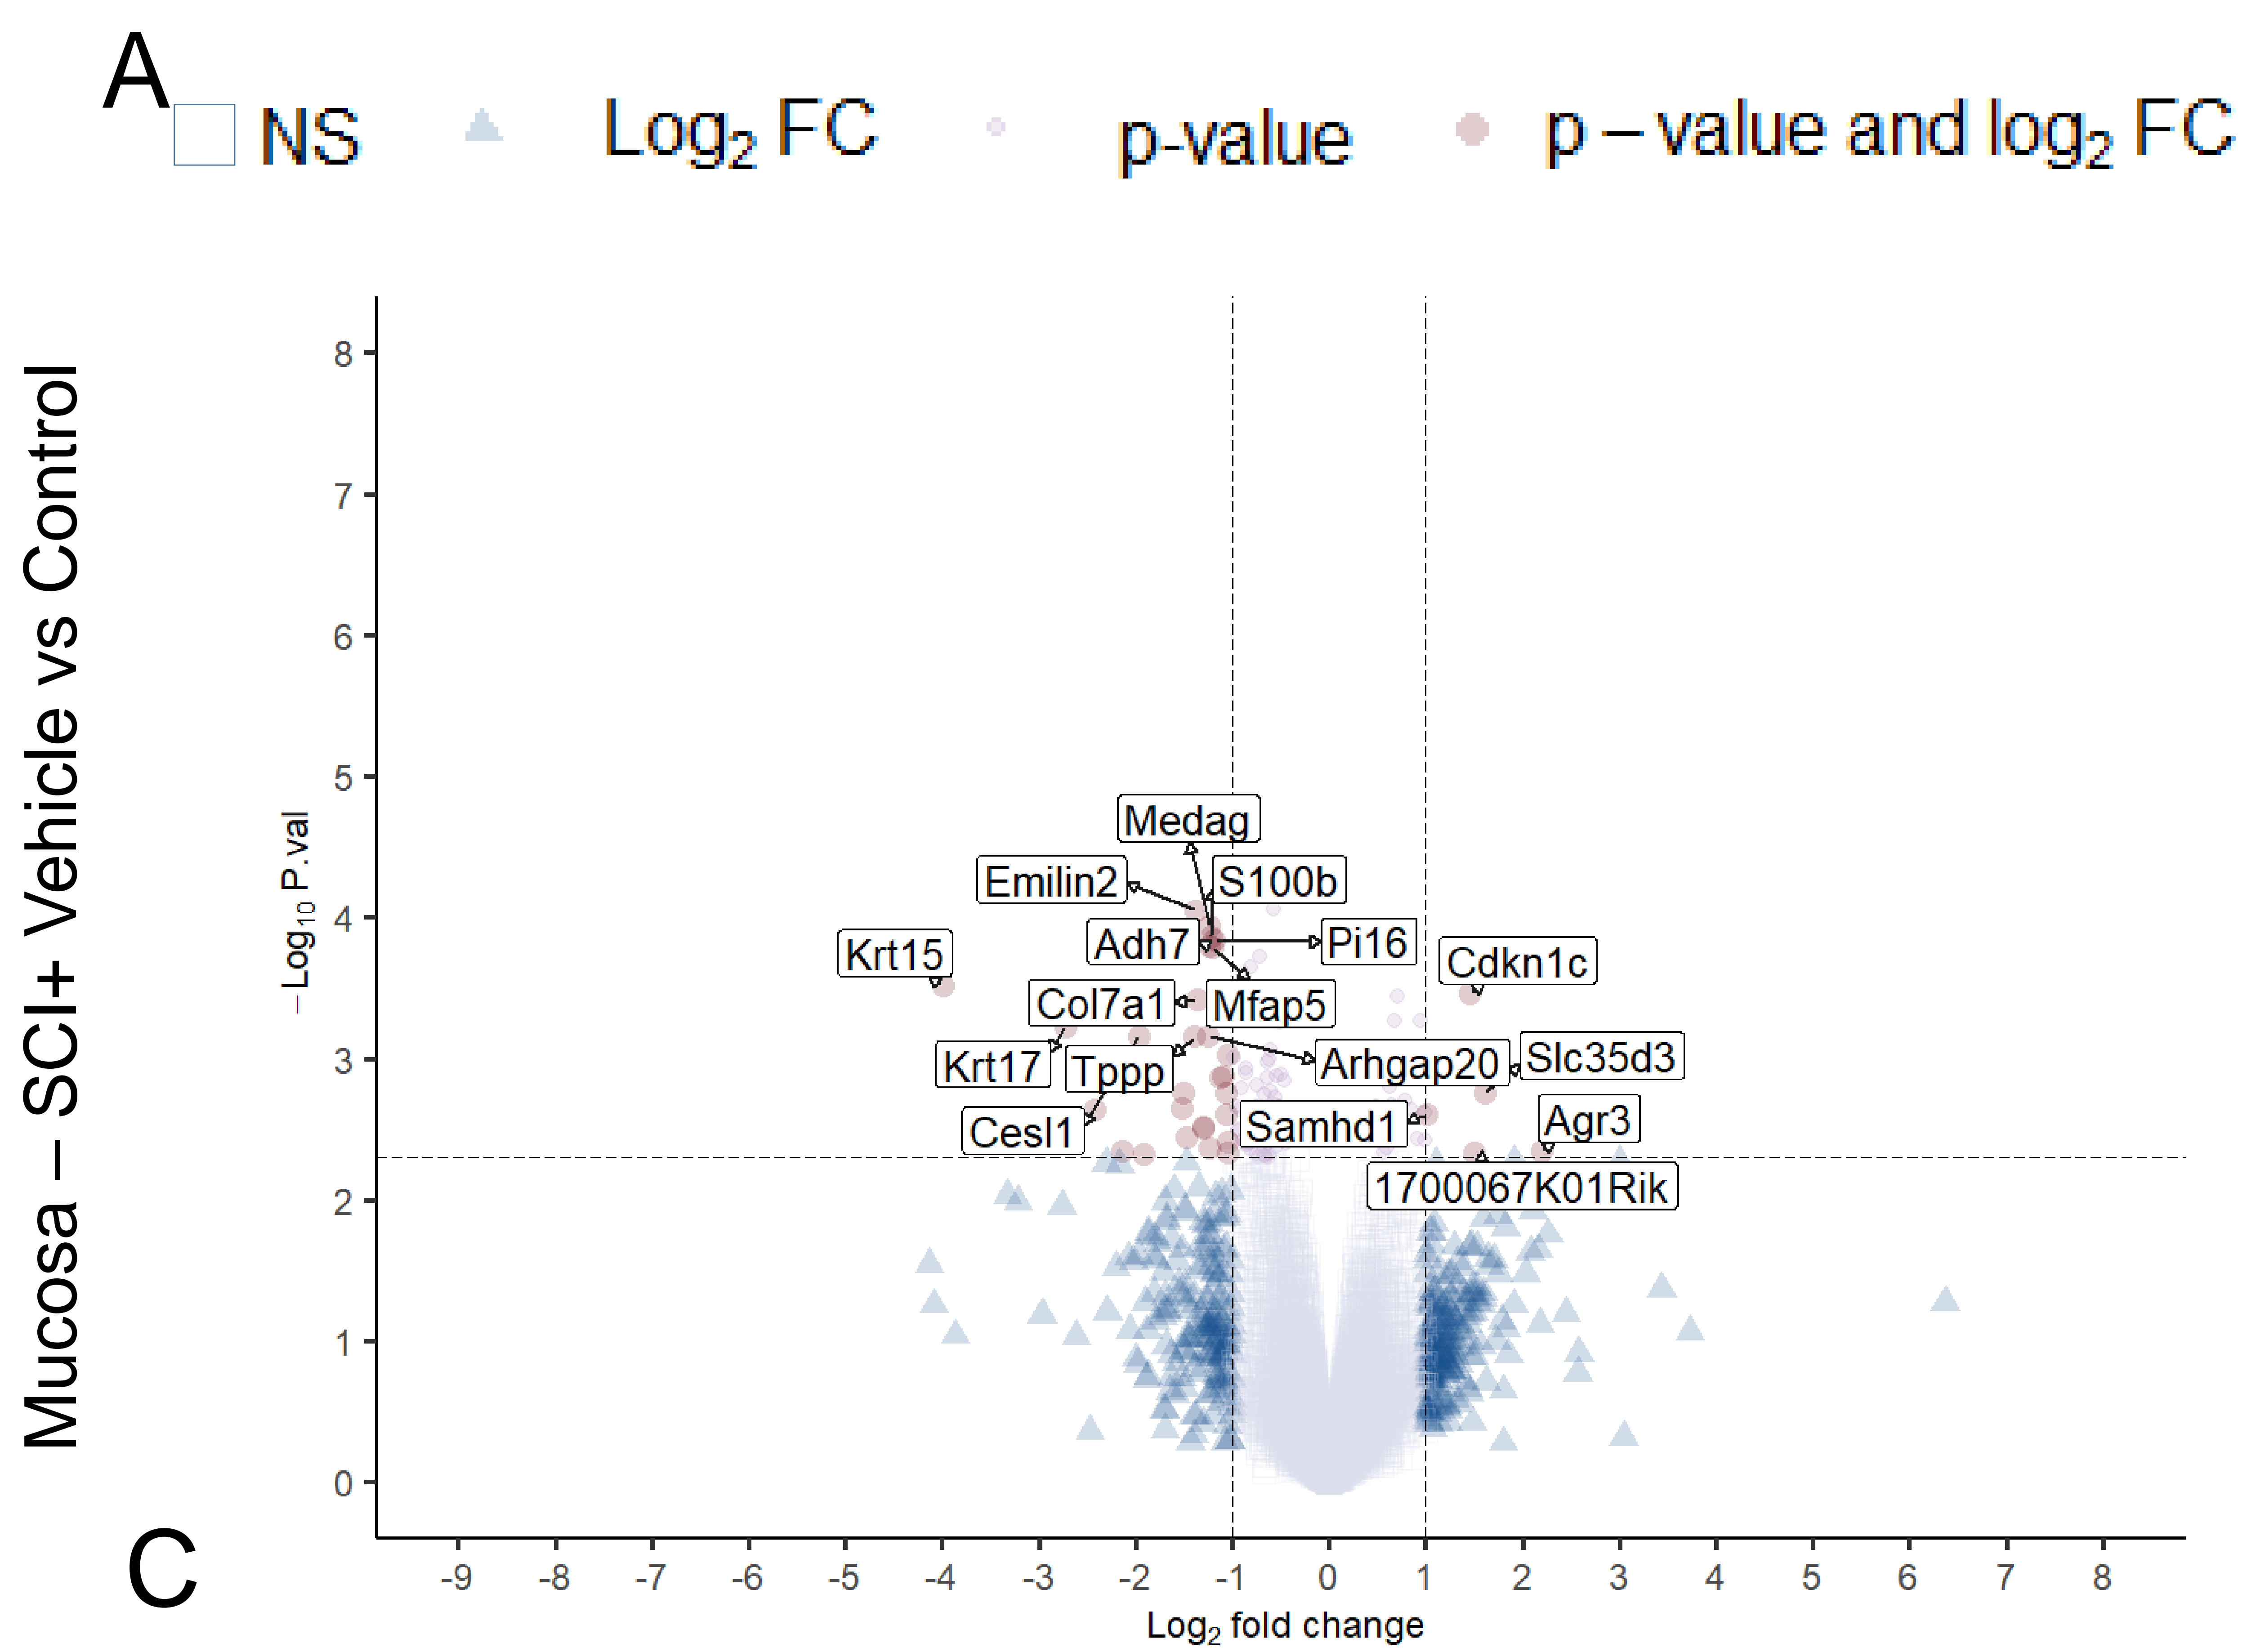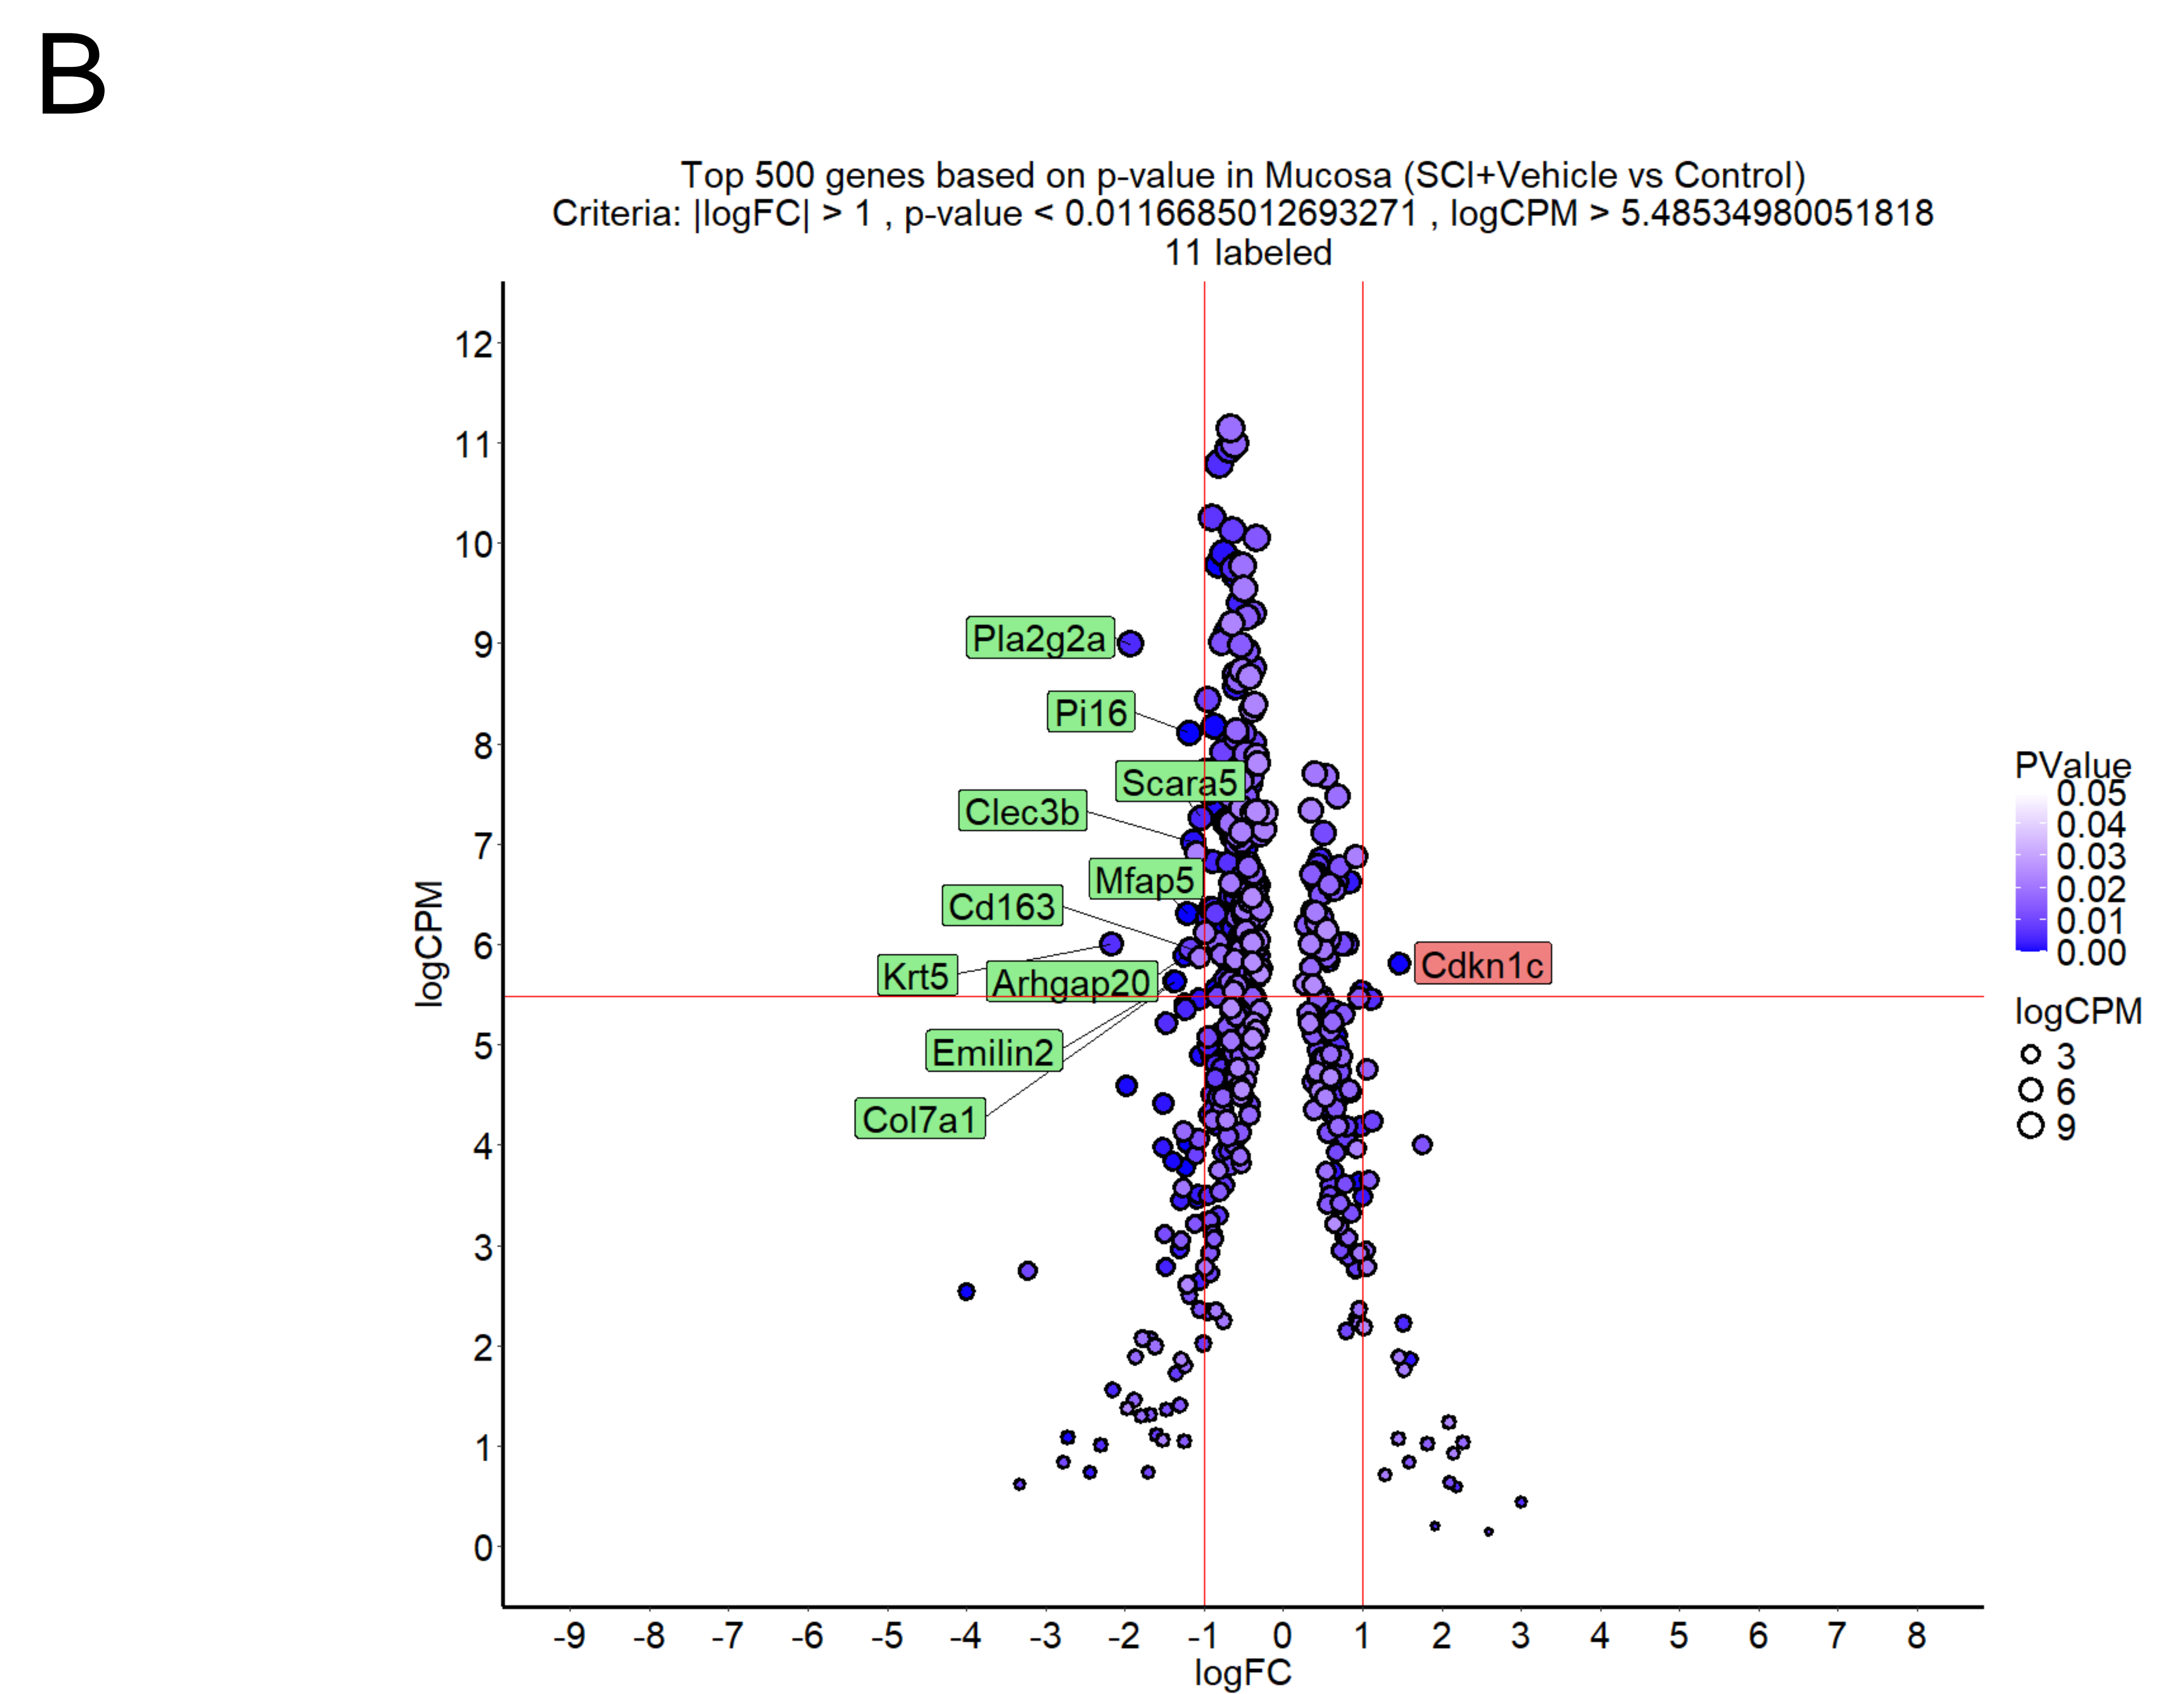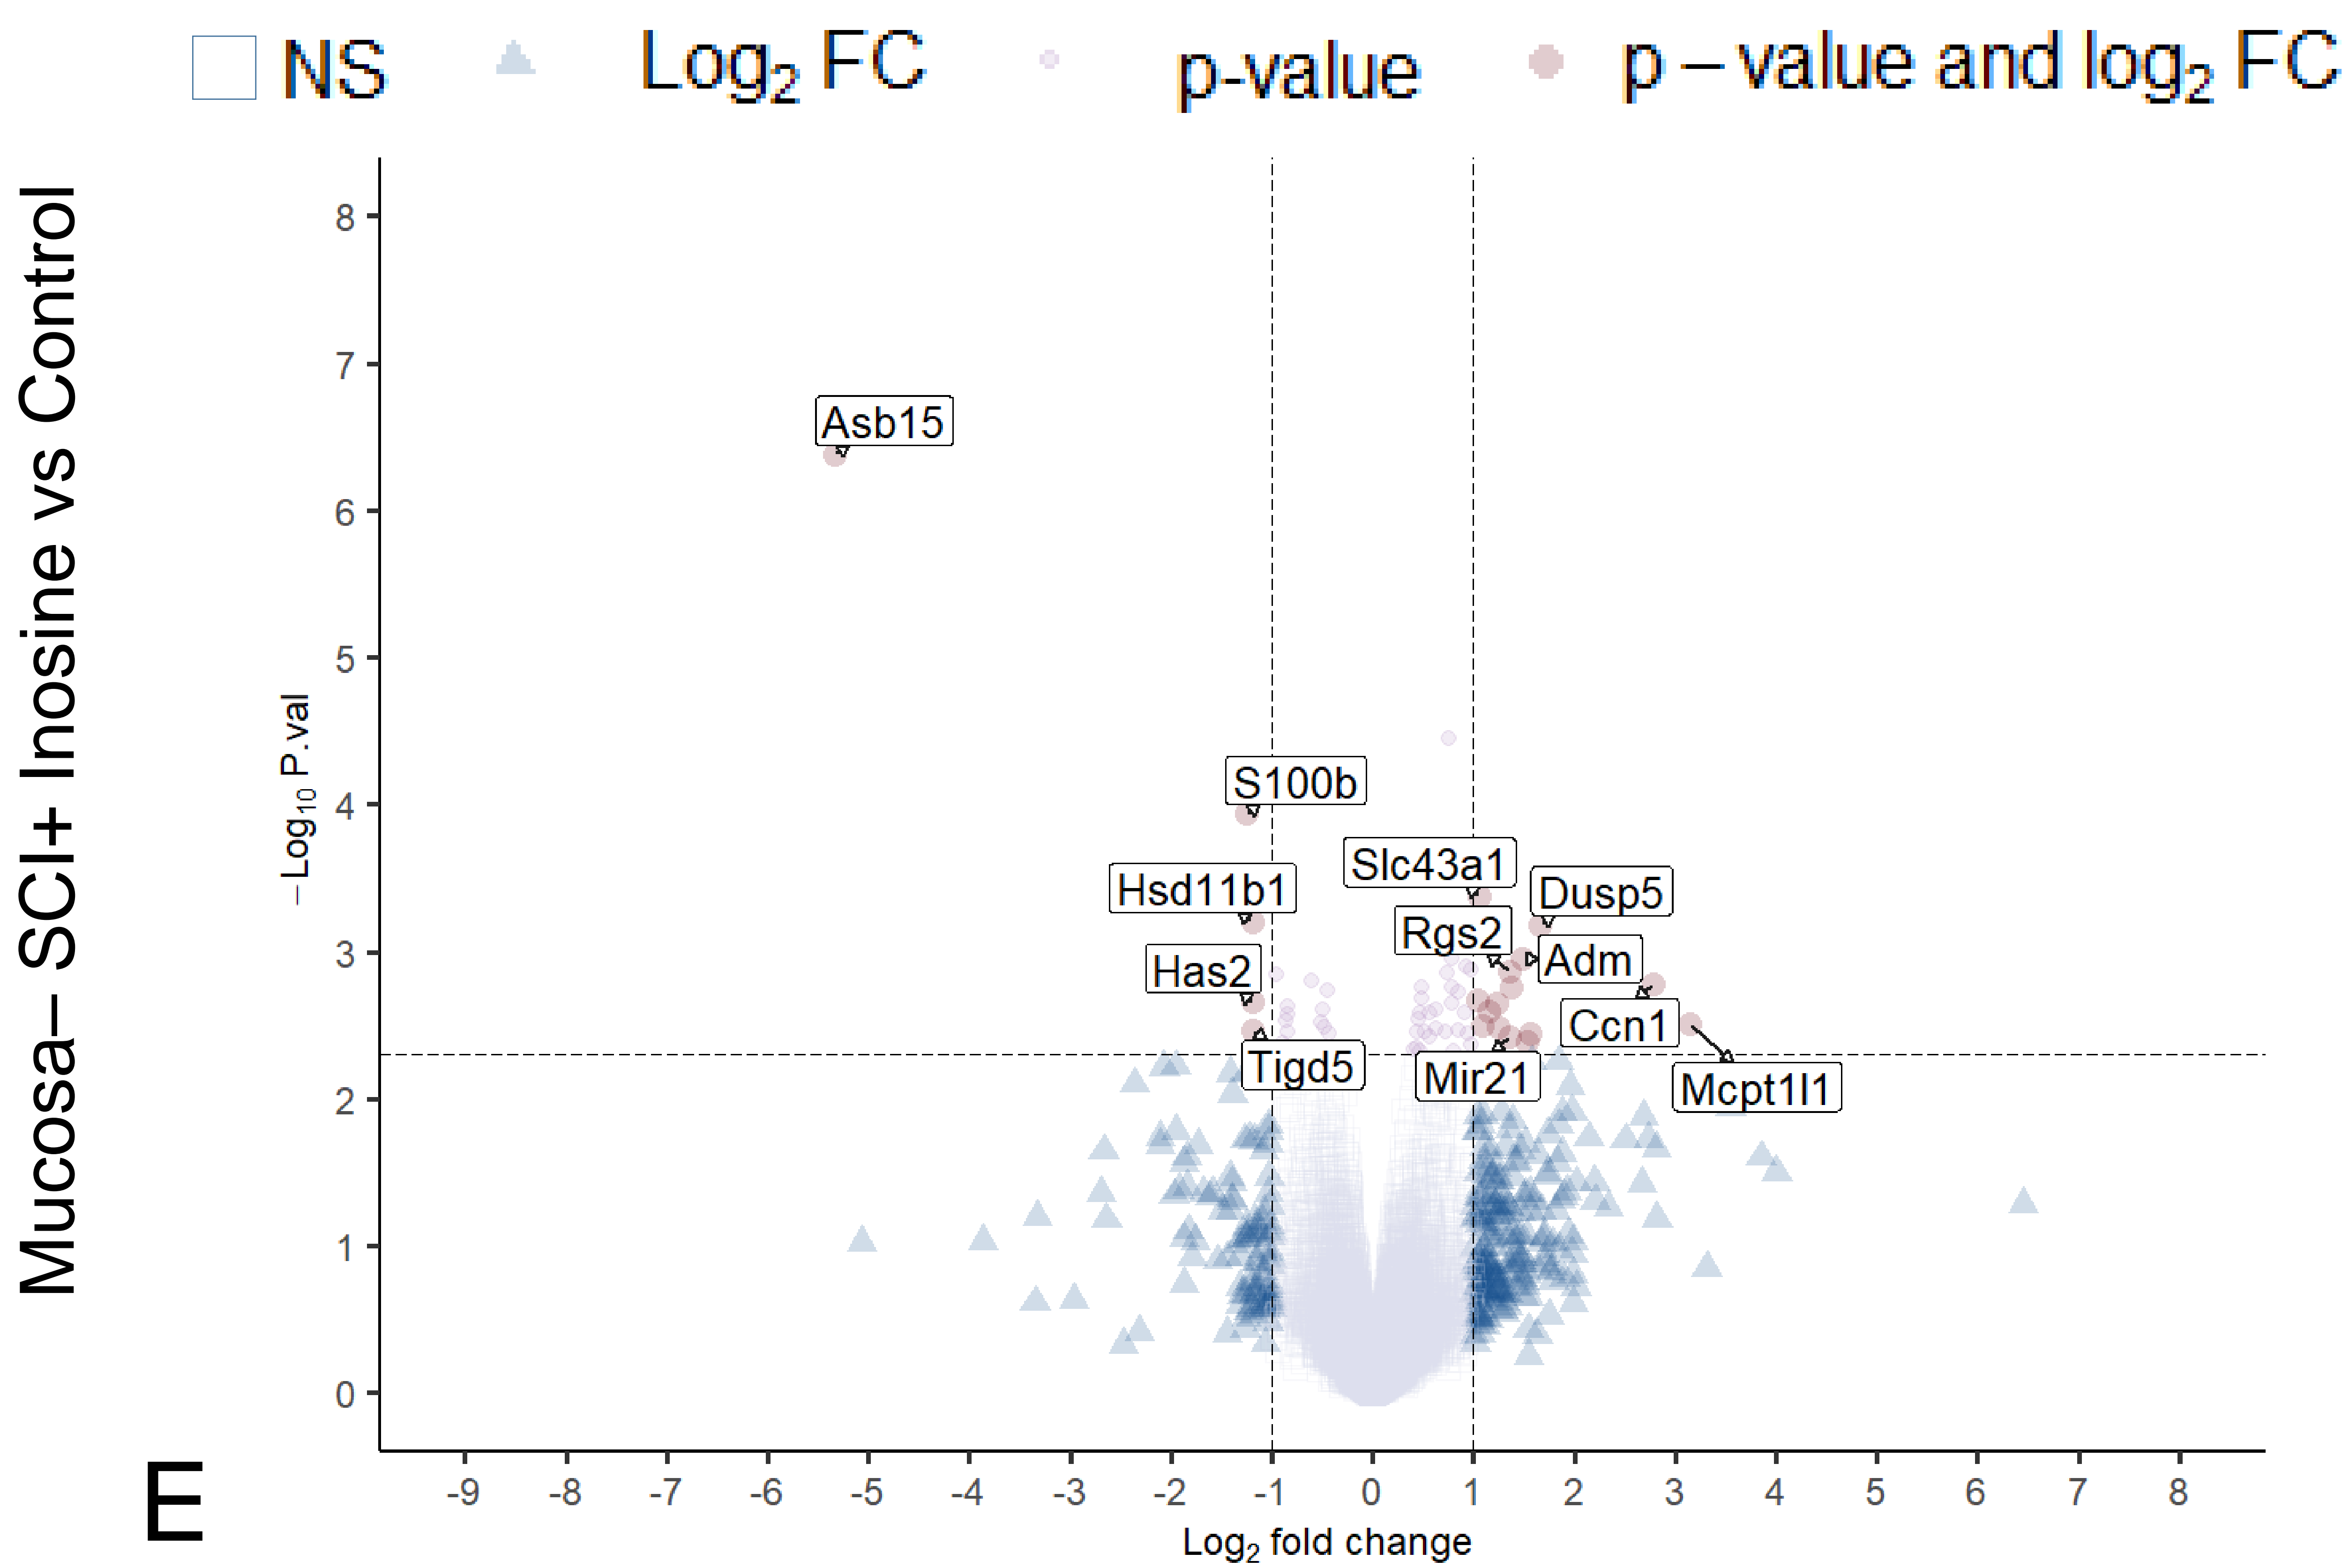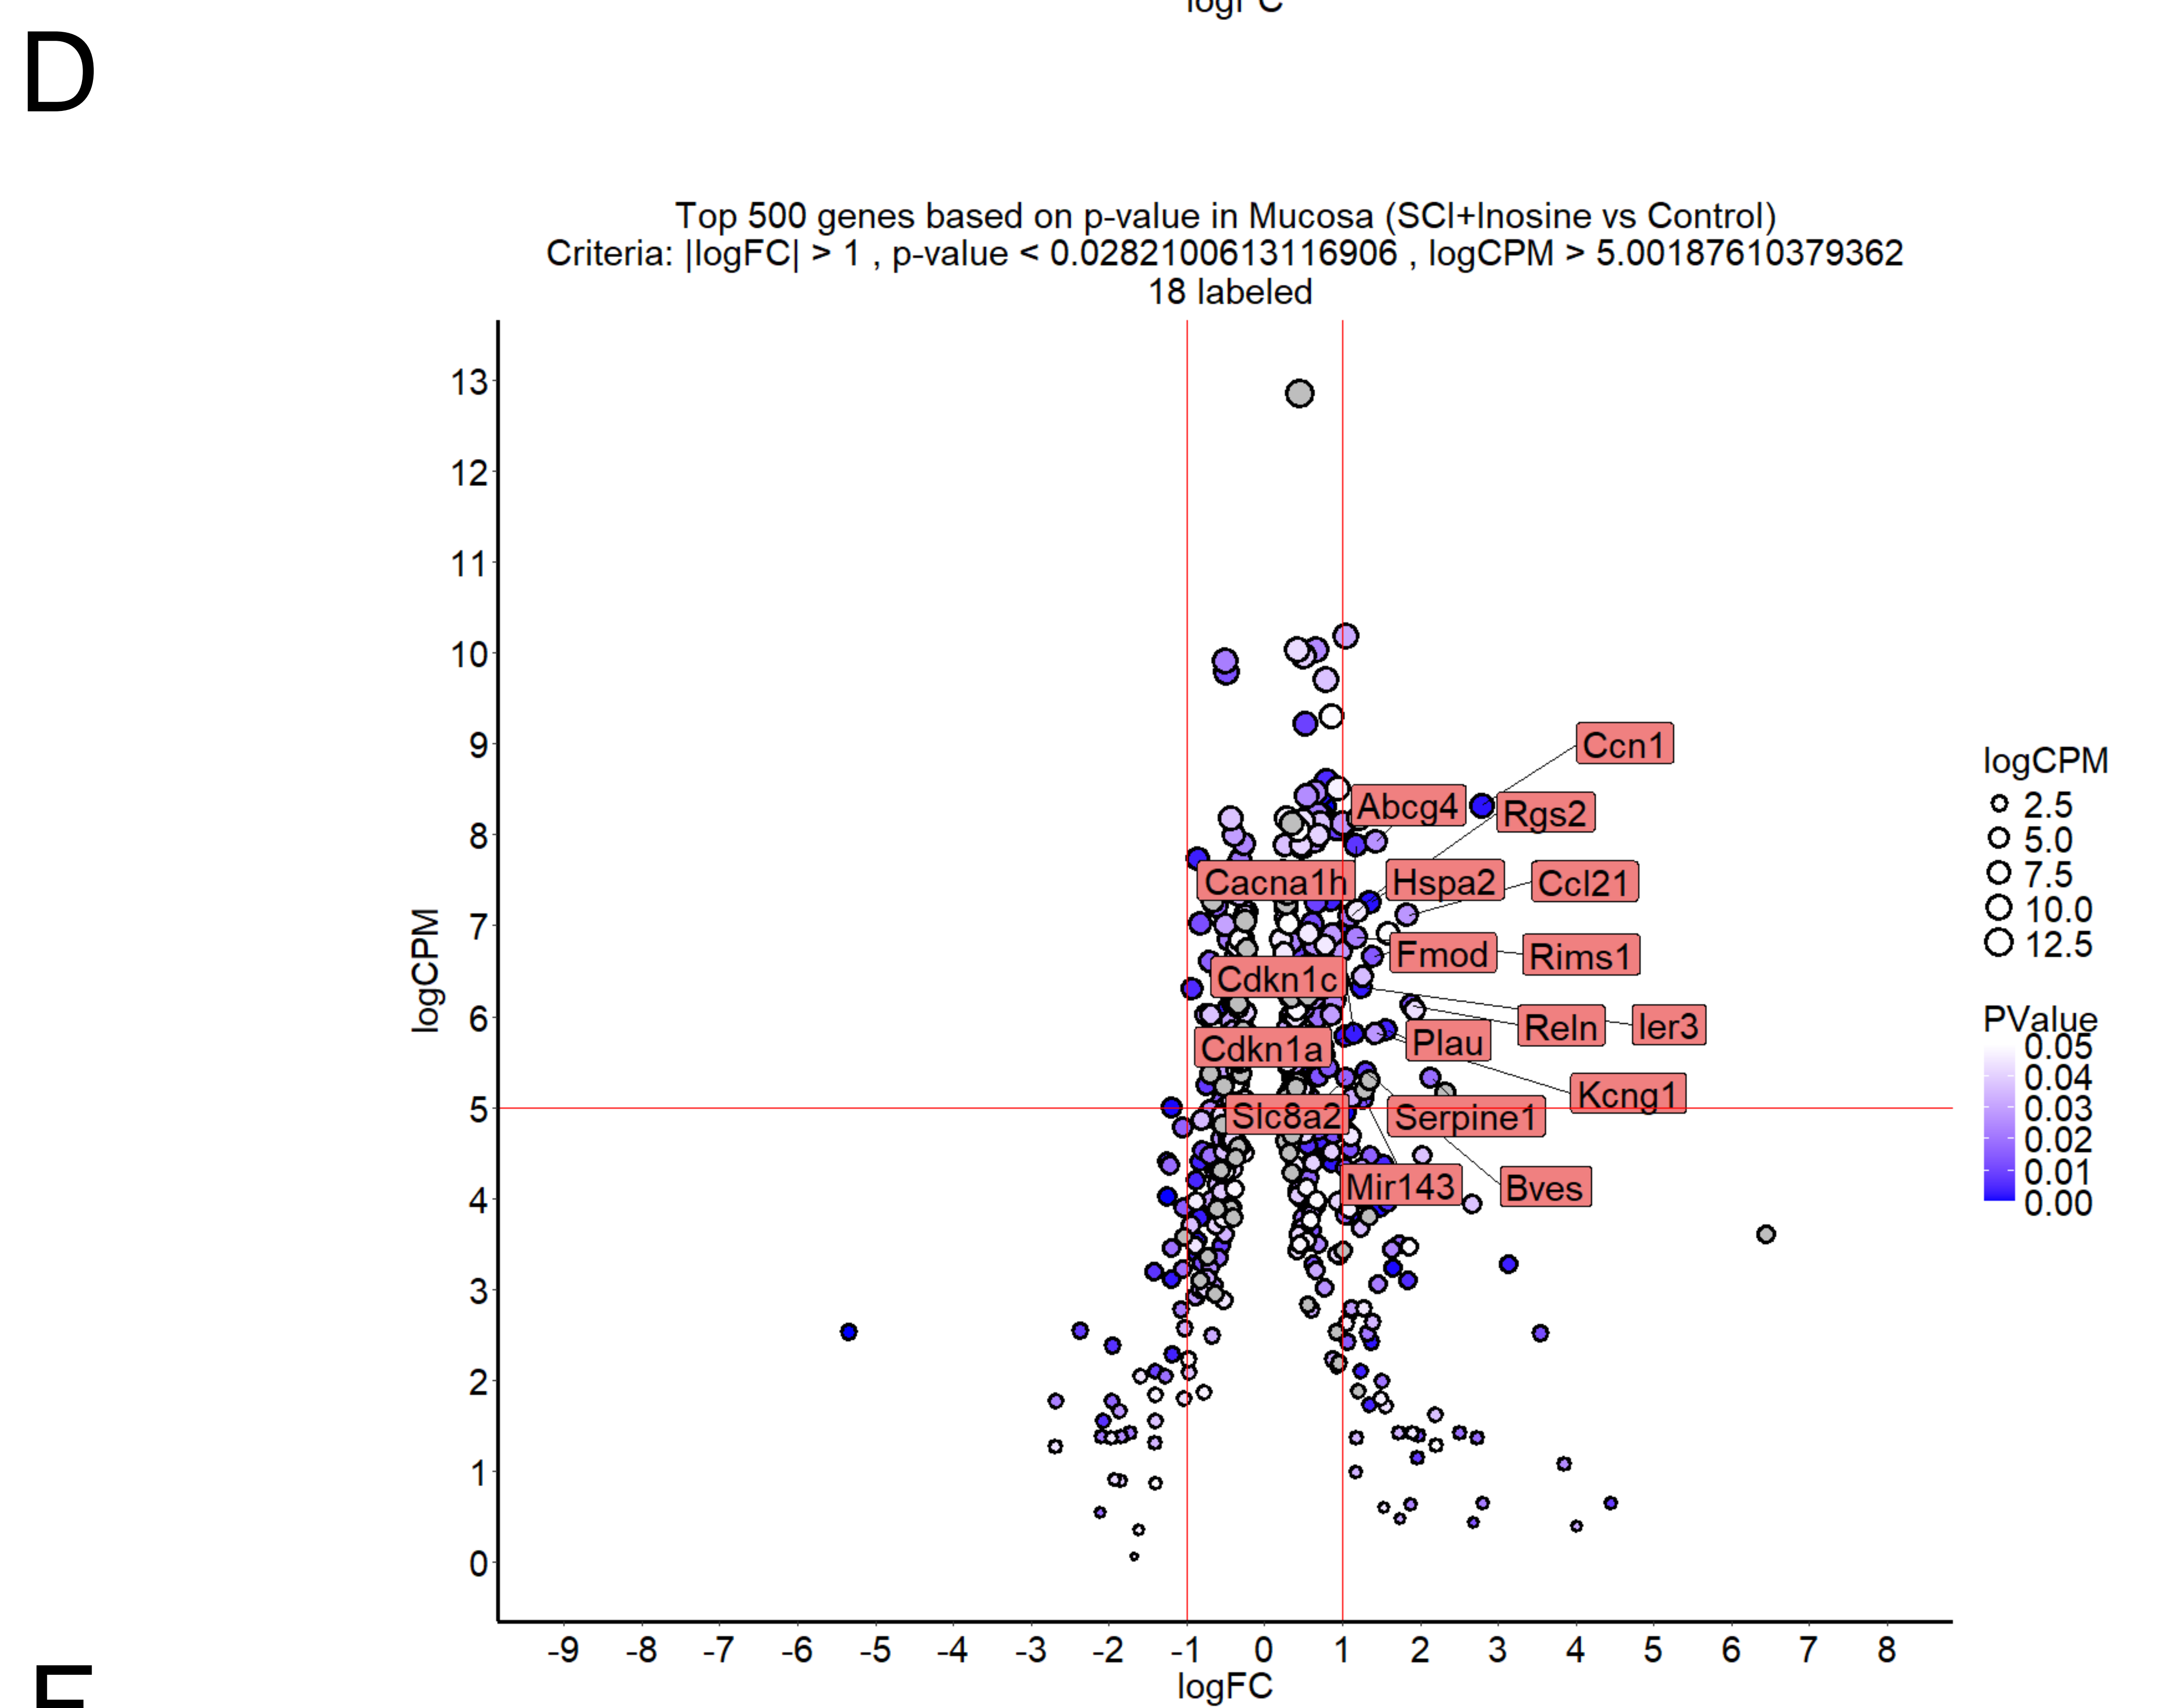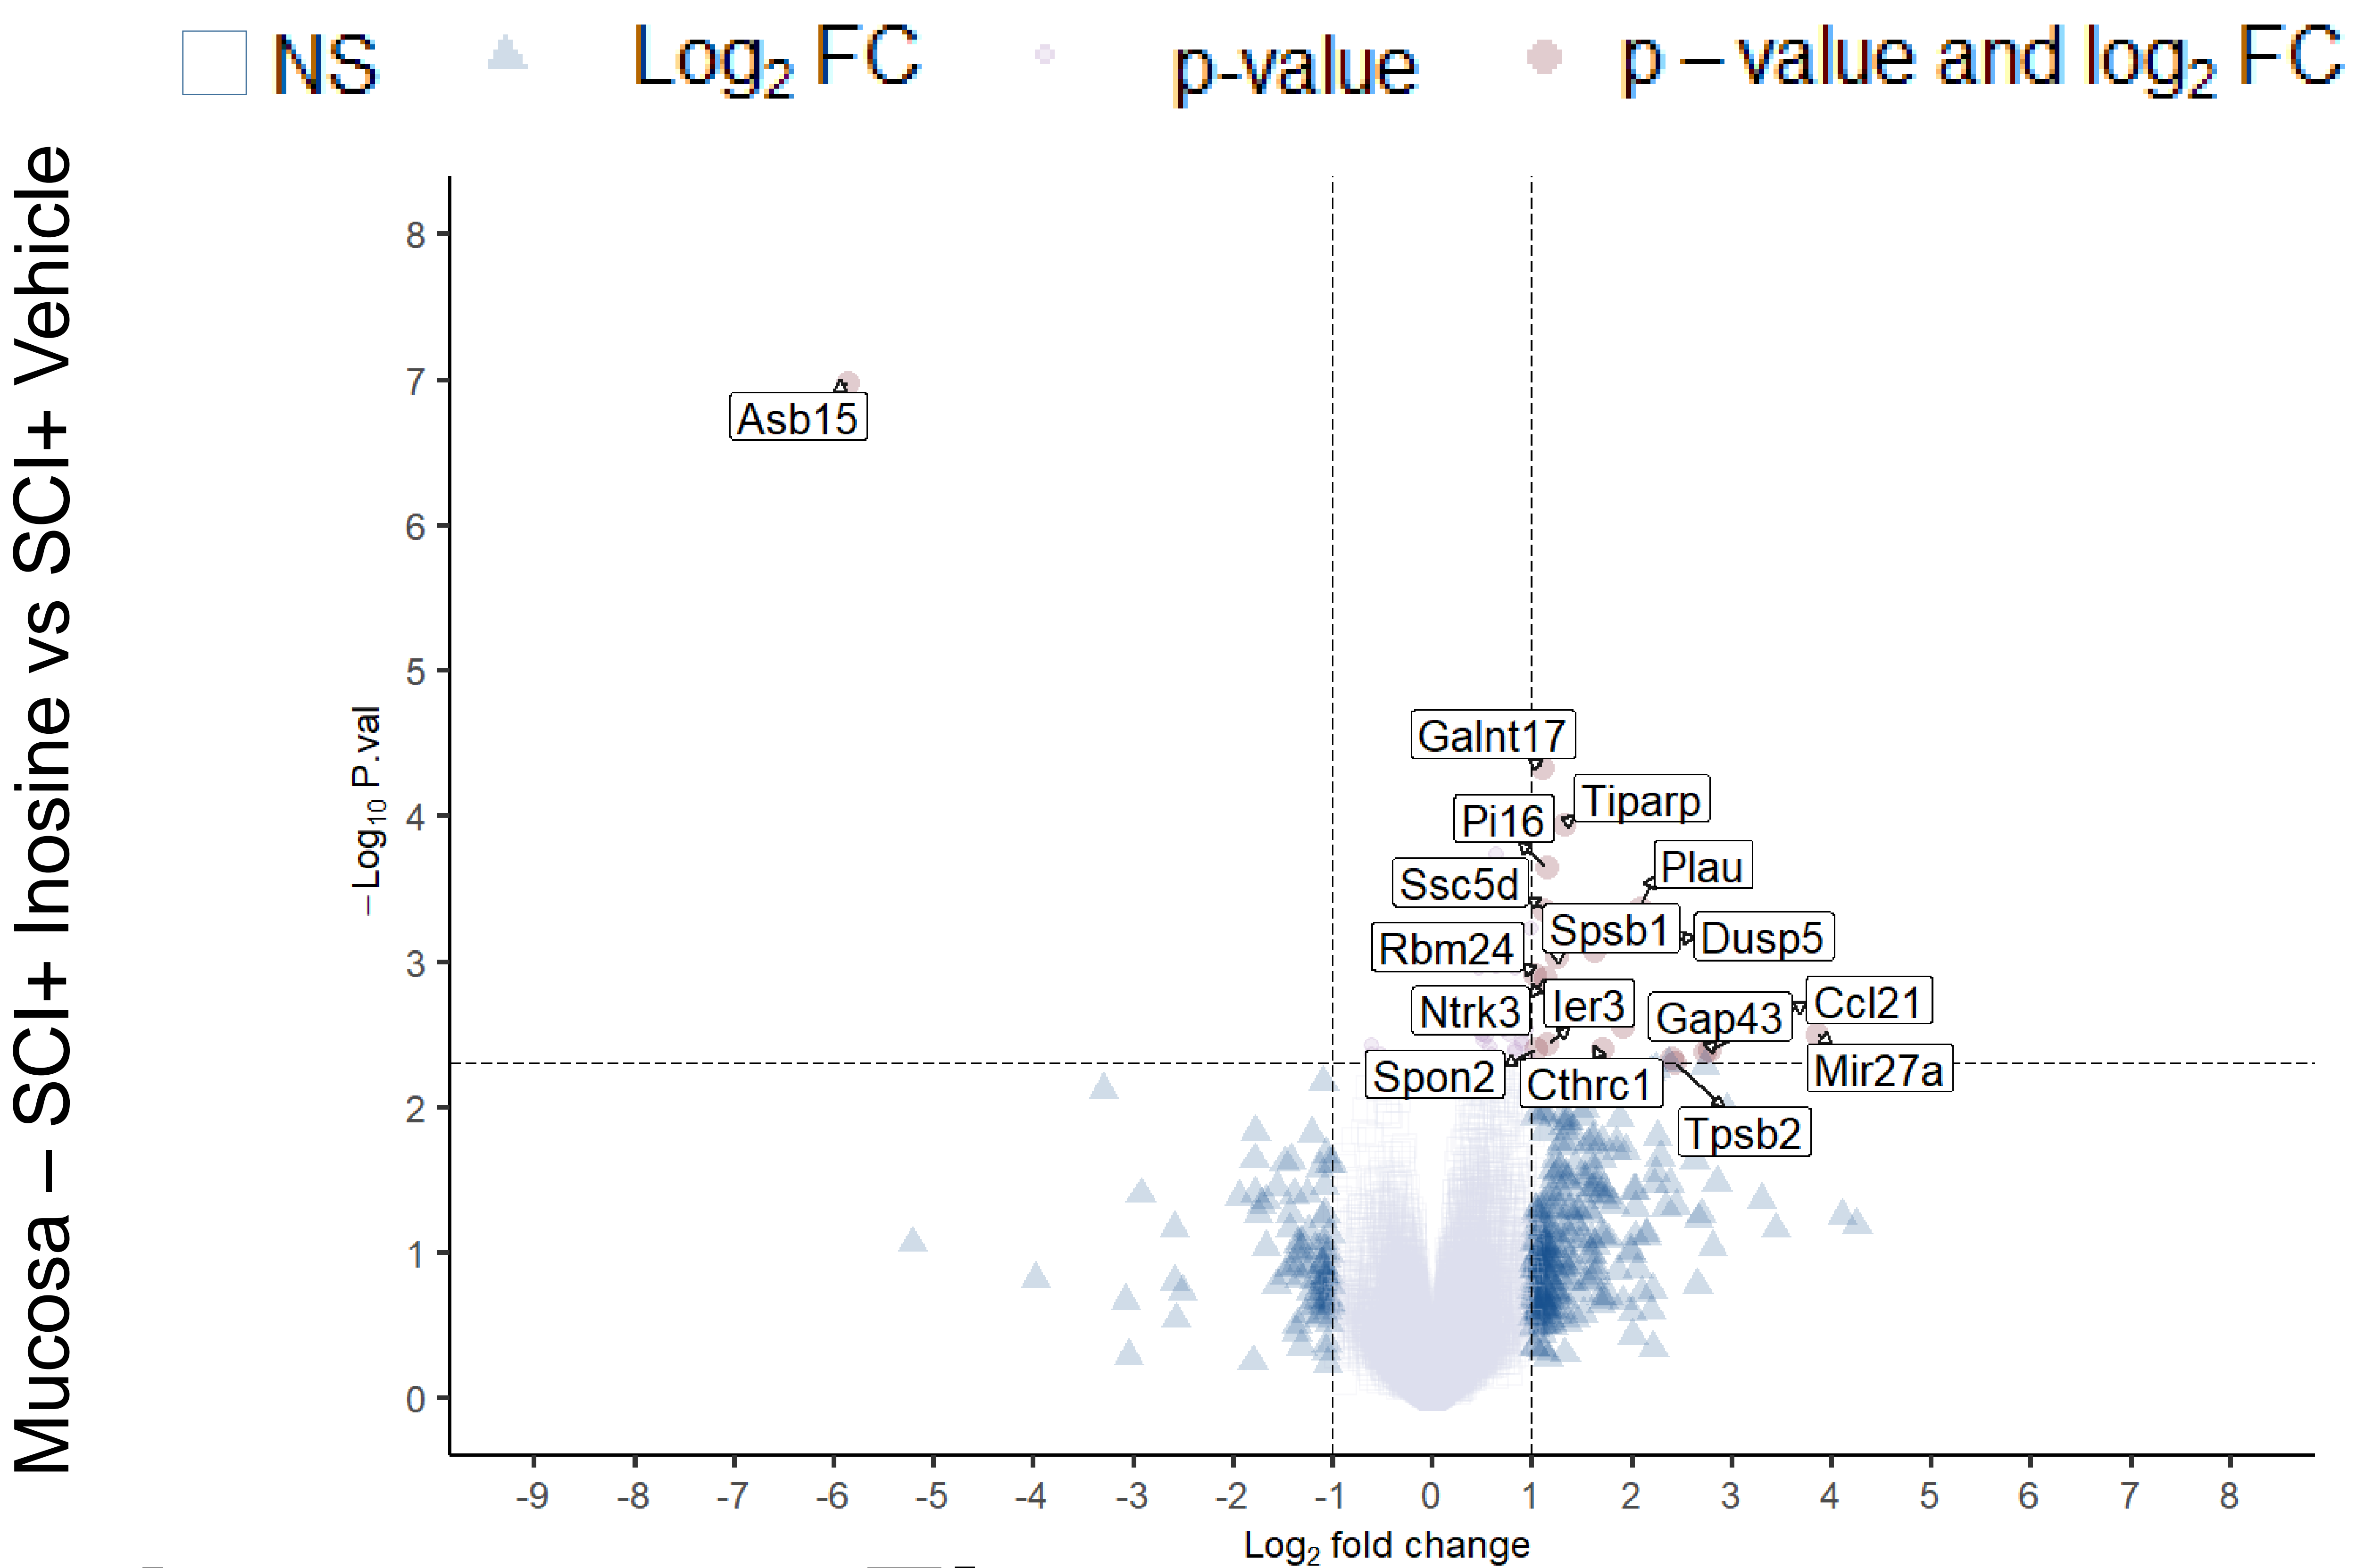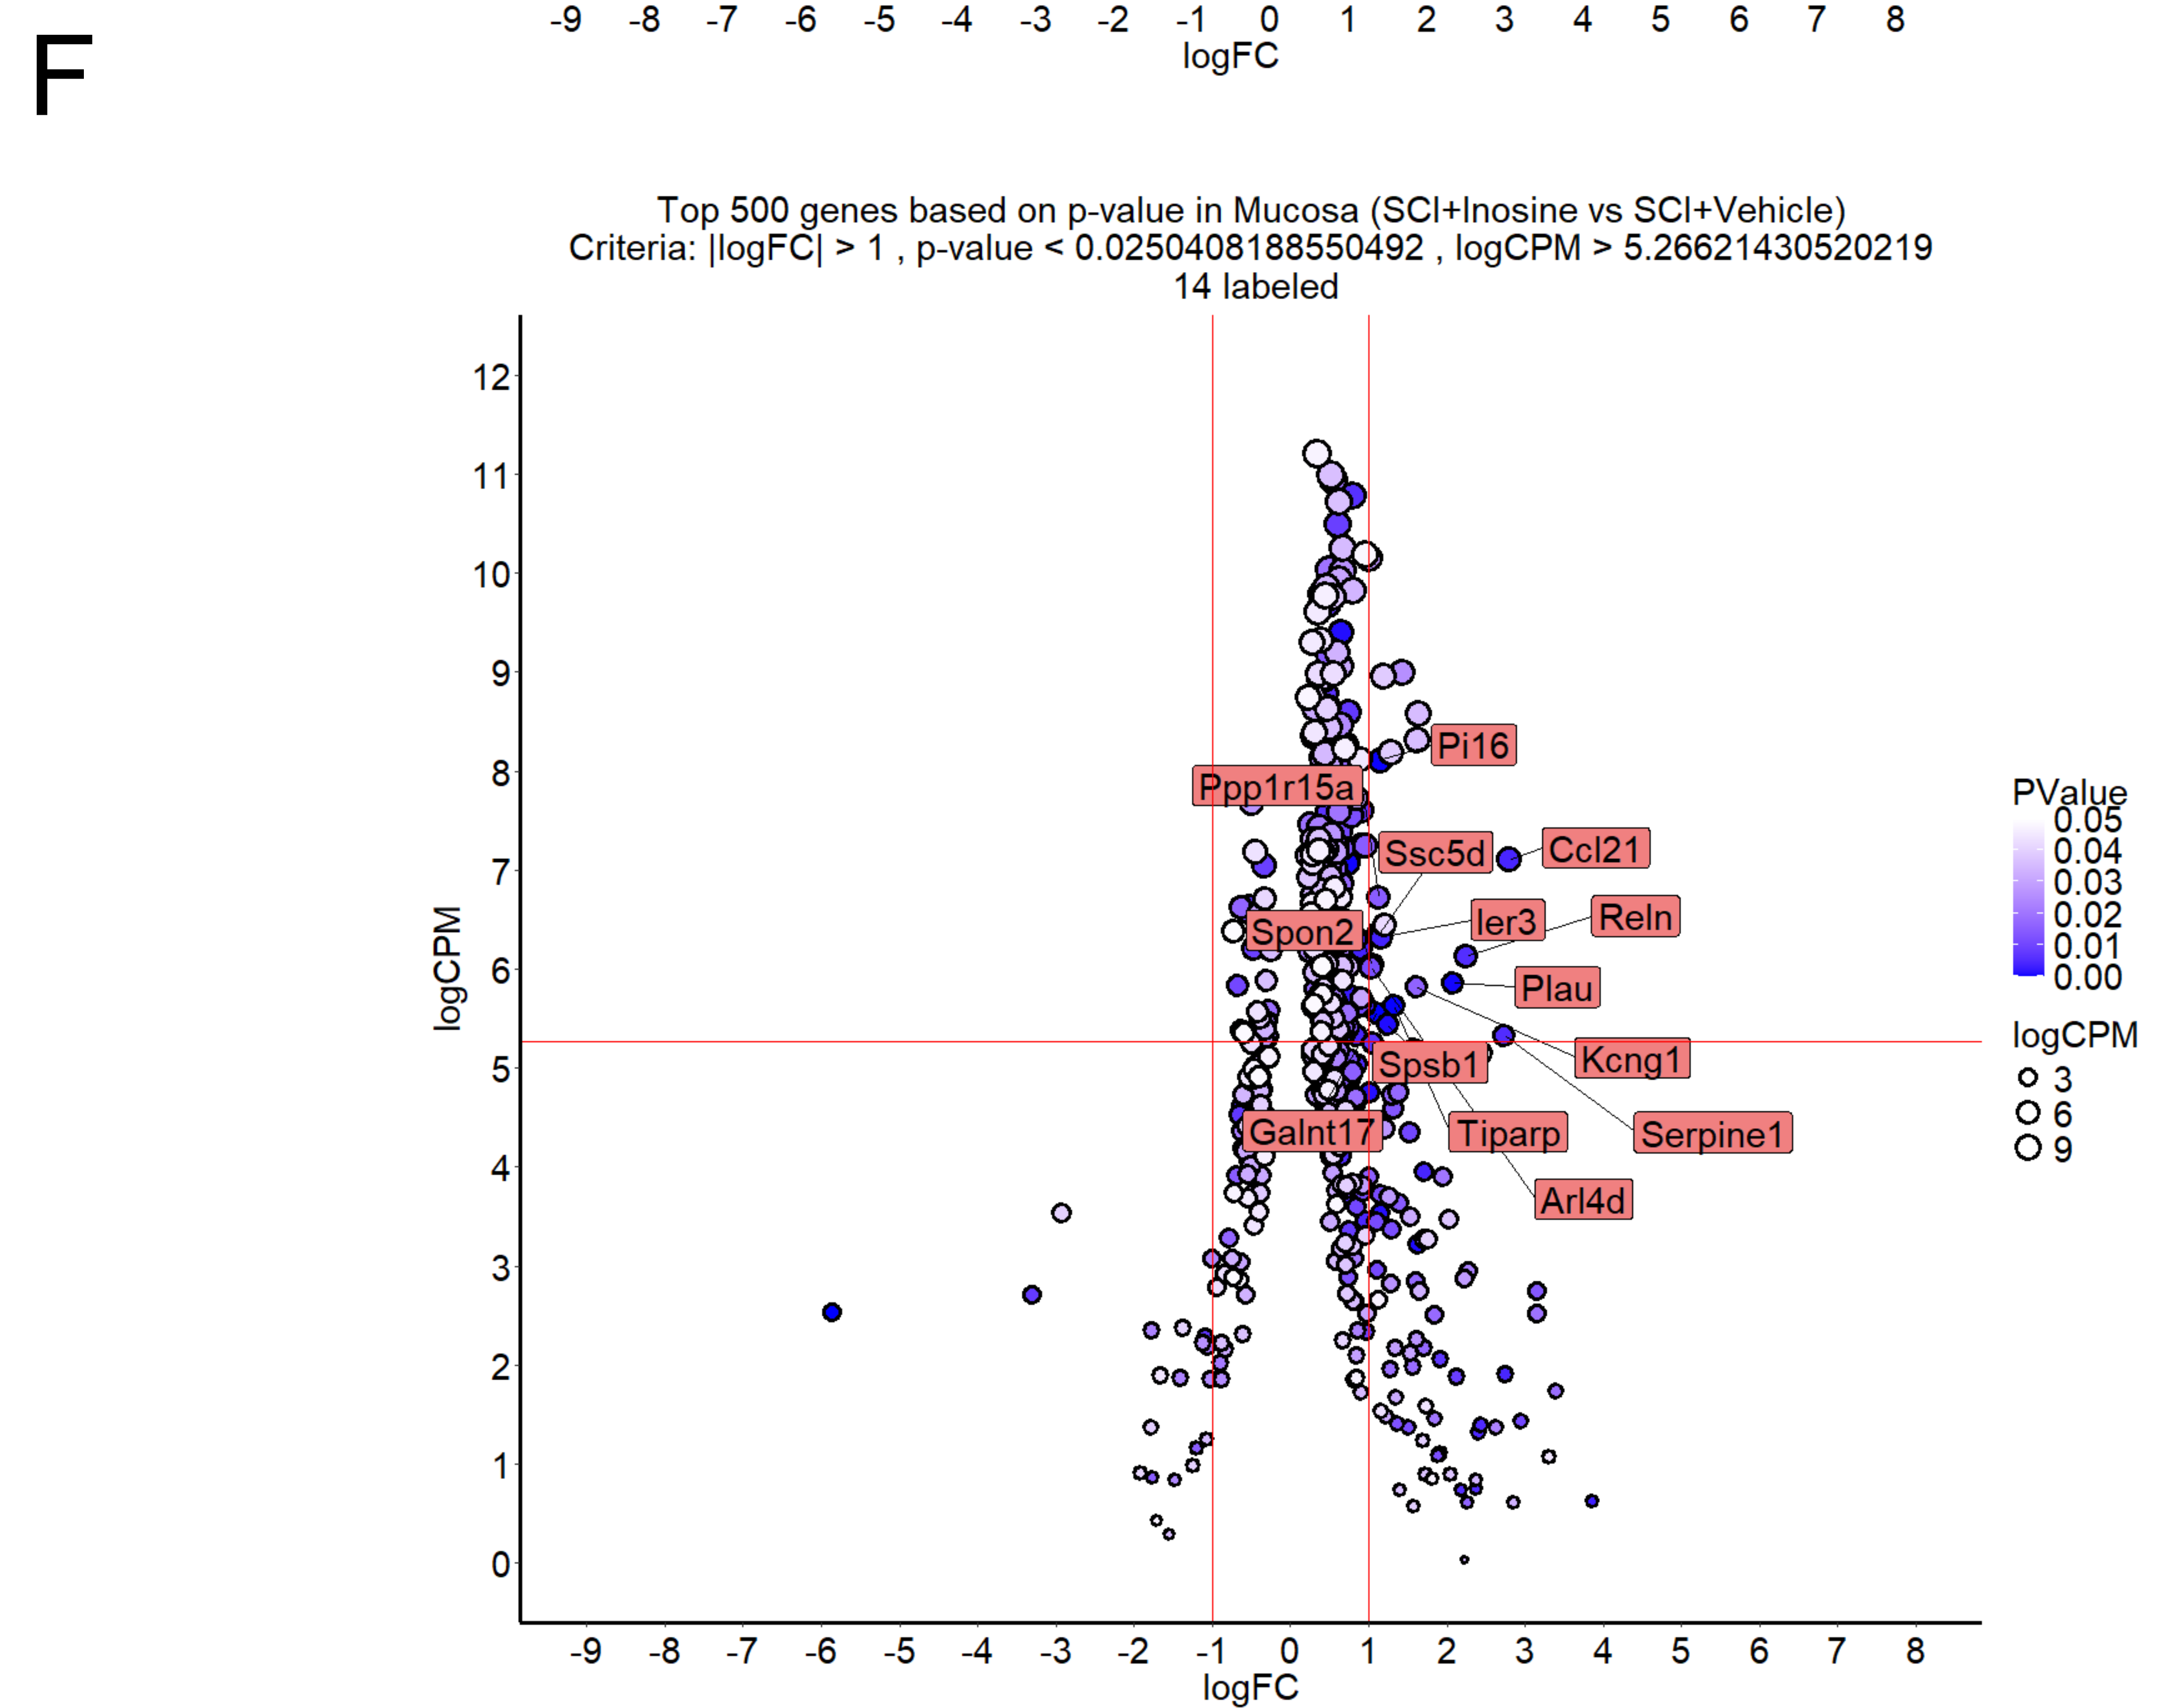

**Supplementary Figure 6**

A Inosine responsive genes in detrusor

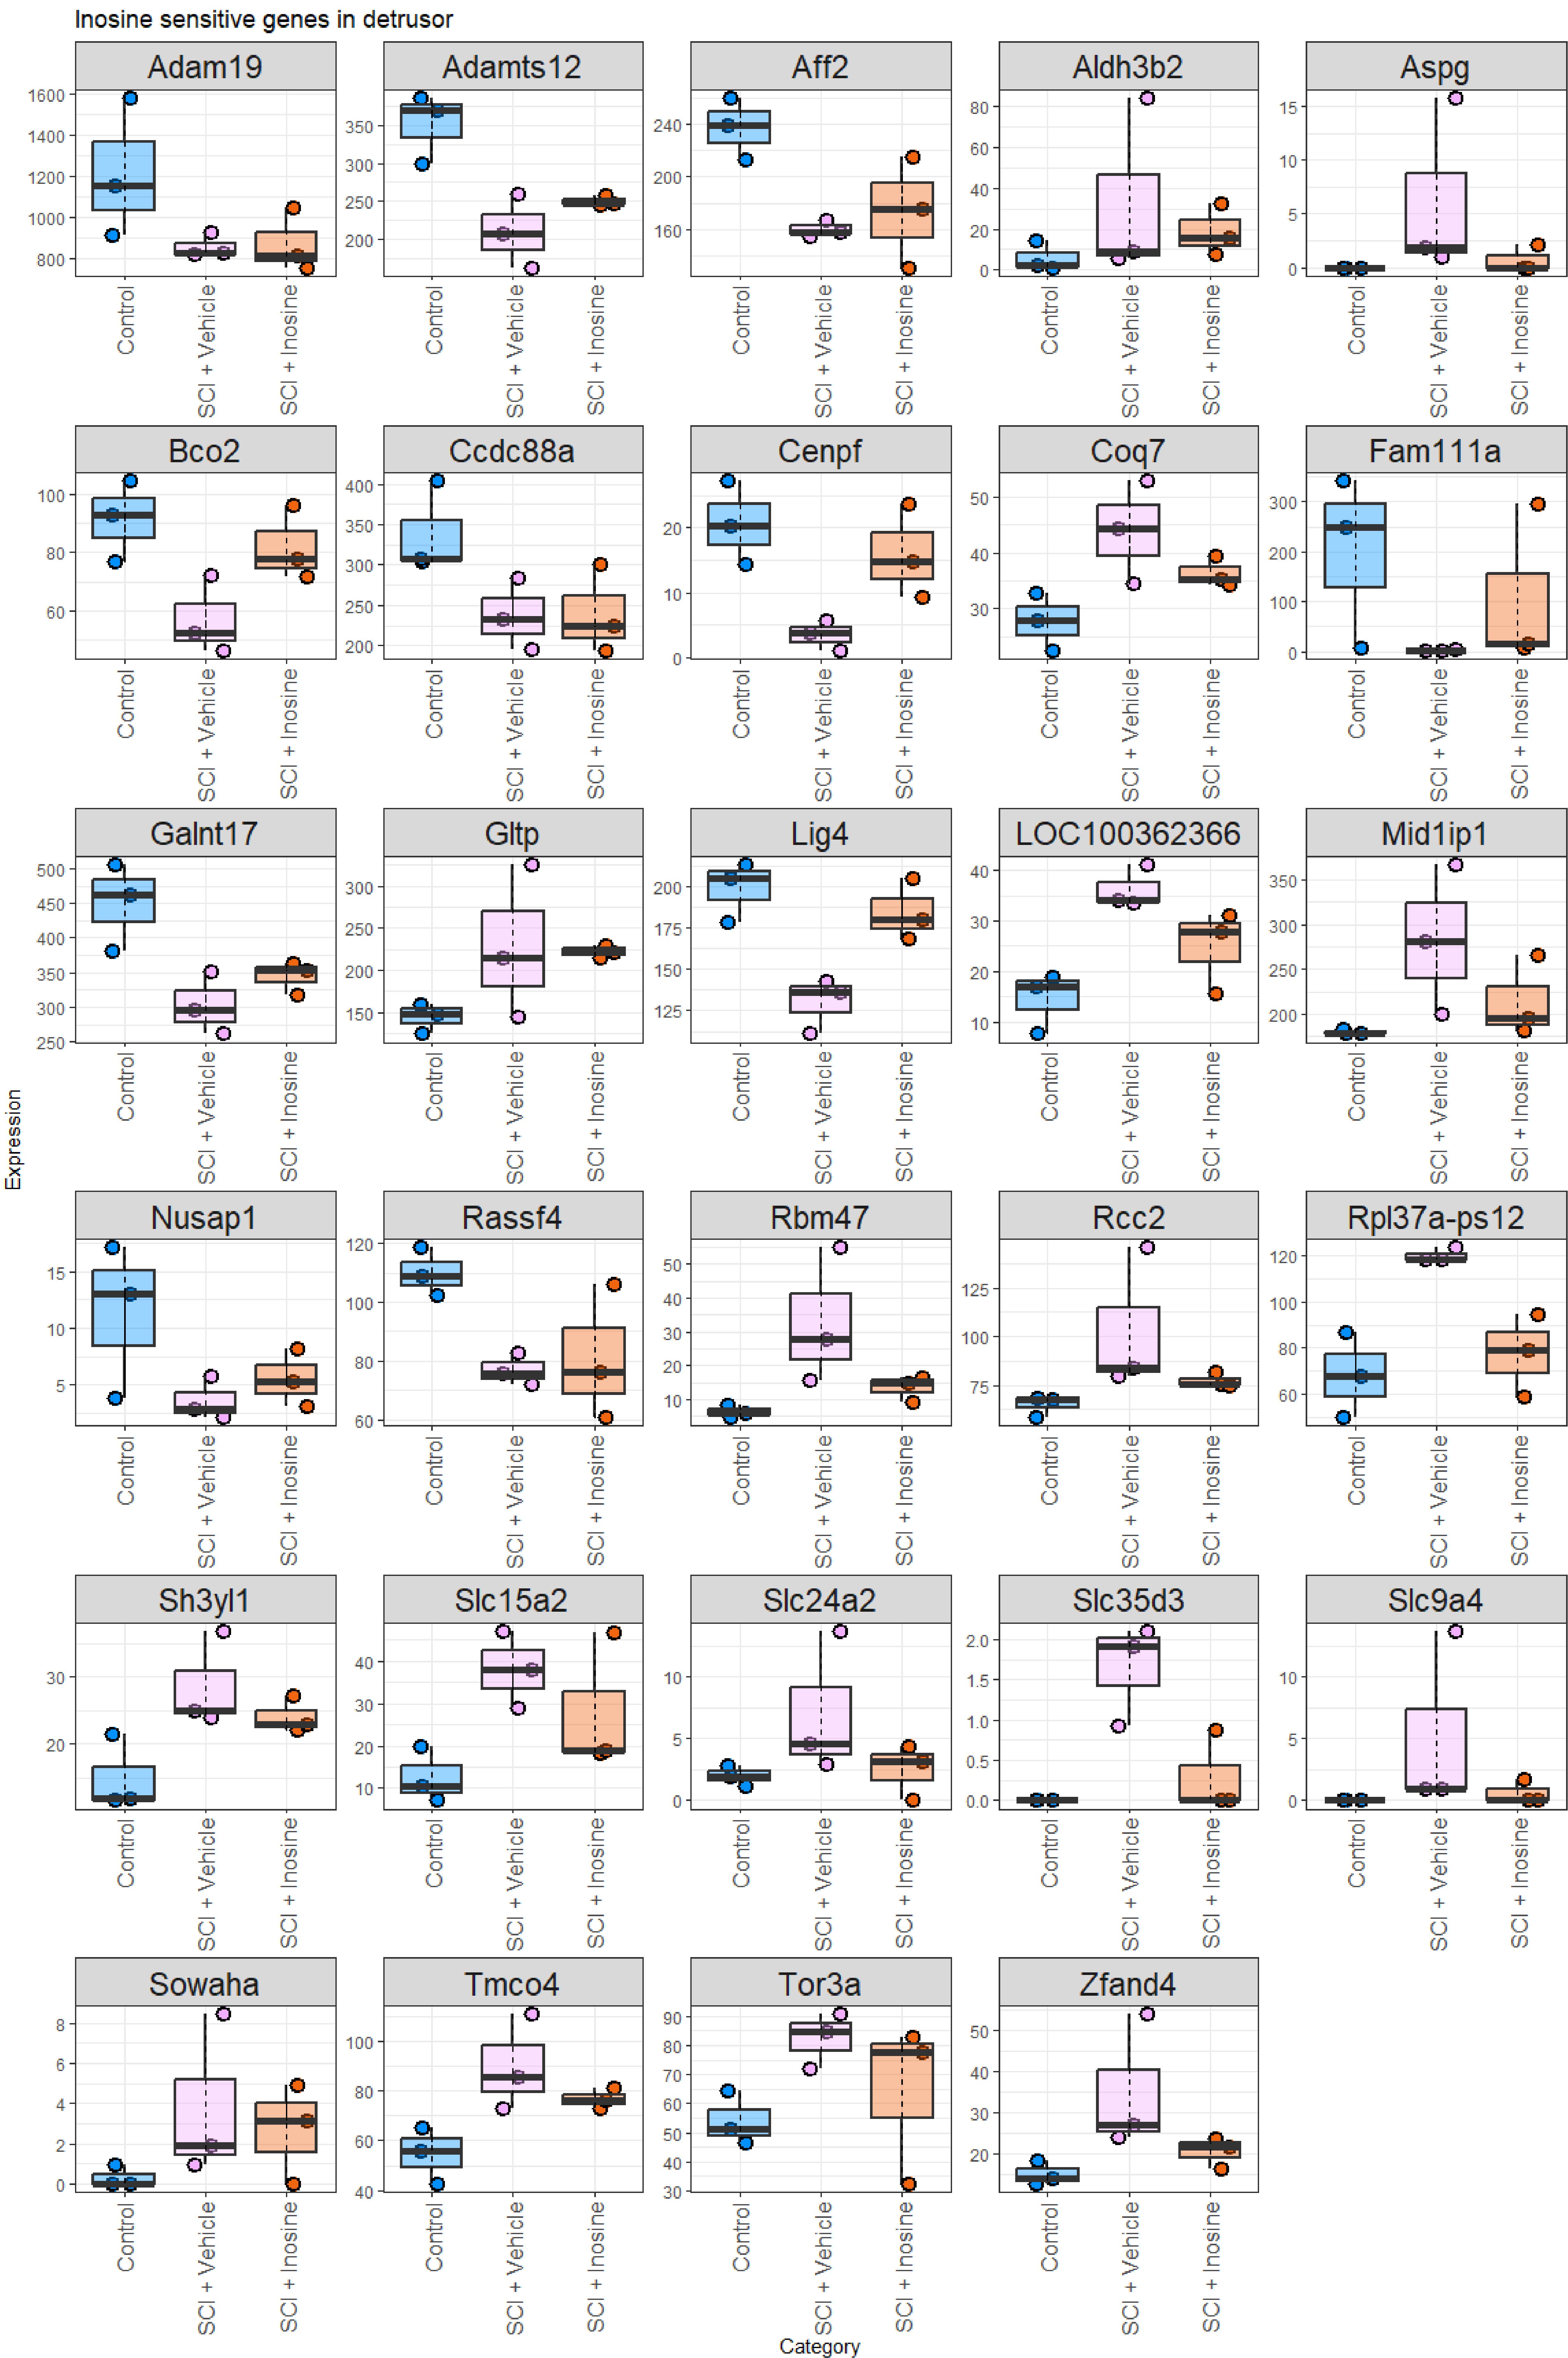

B Inosine responsive genes in mucosa

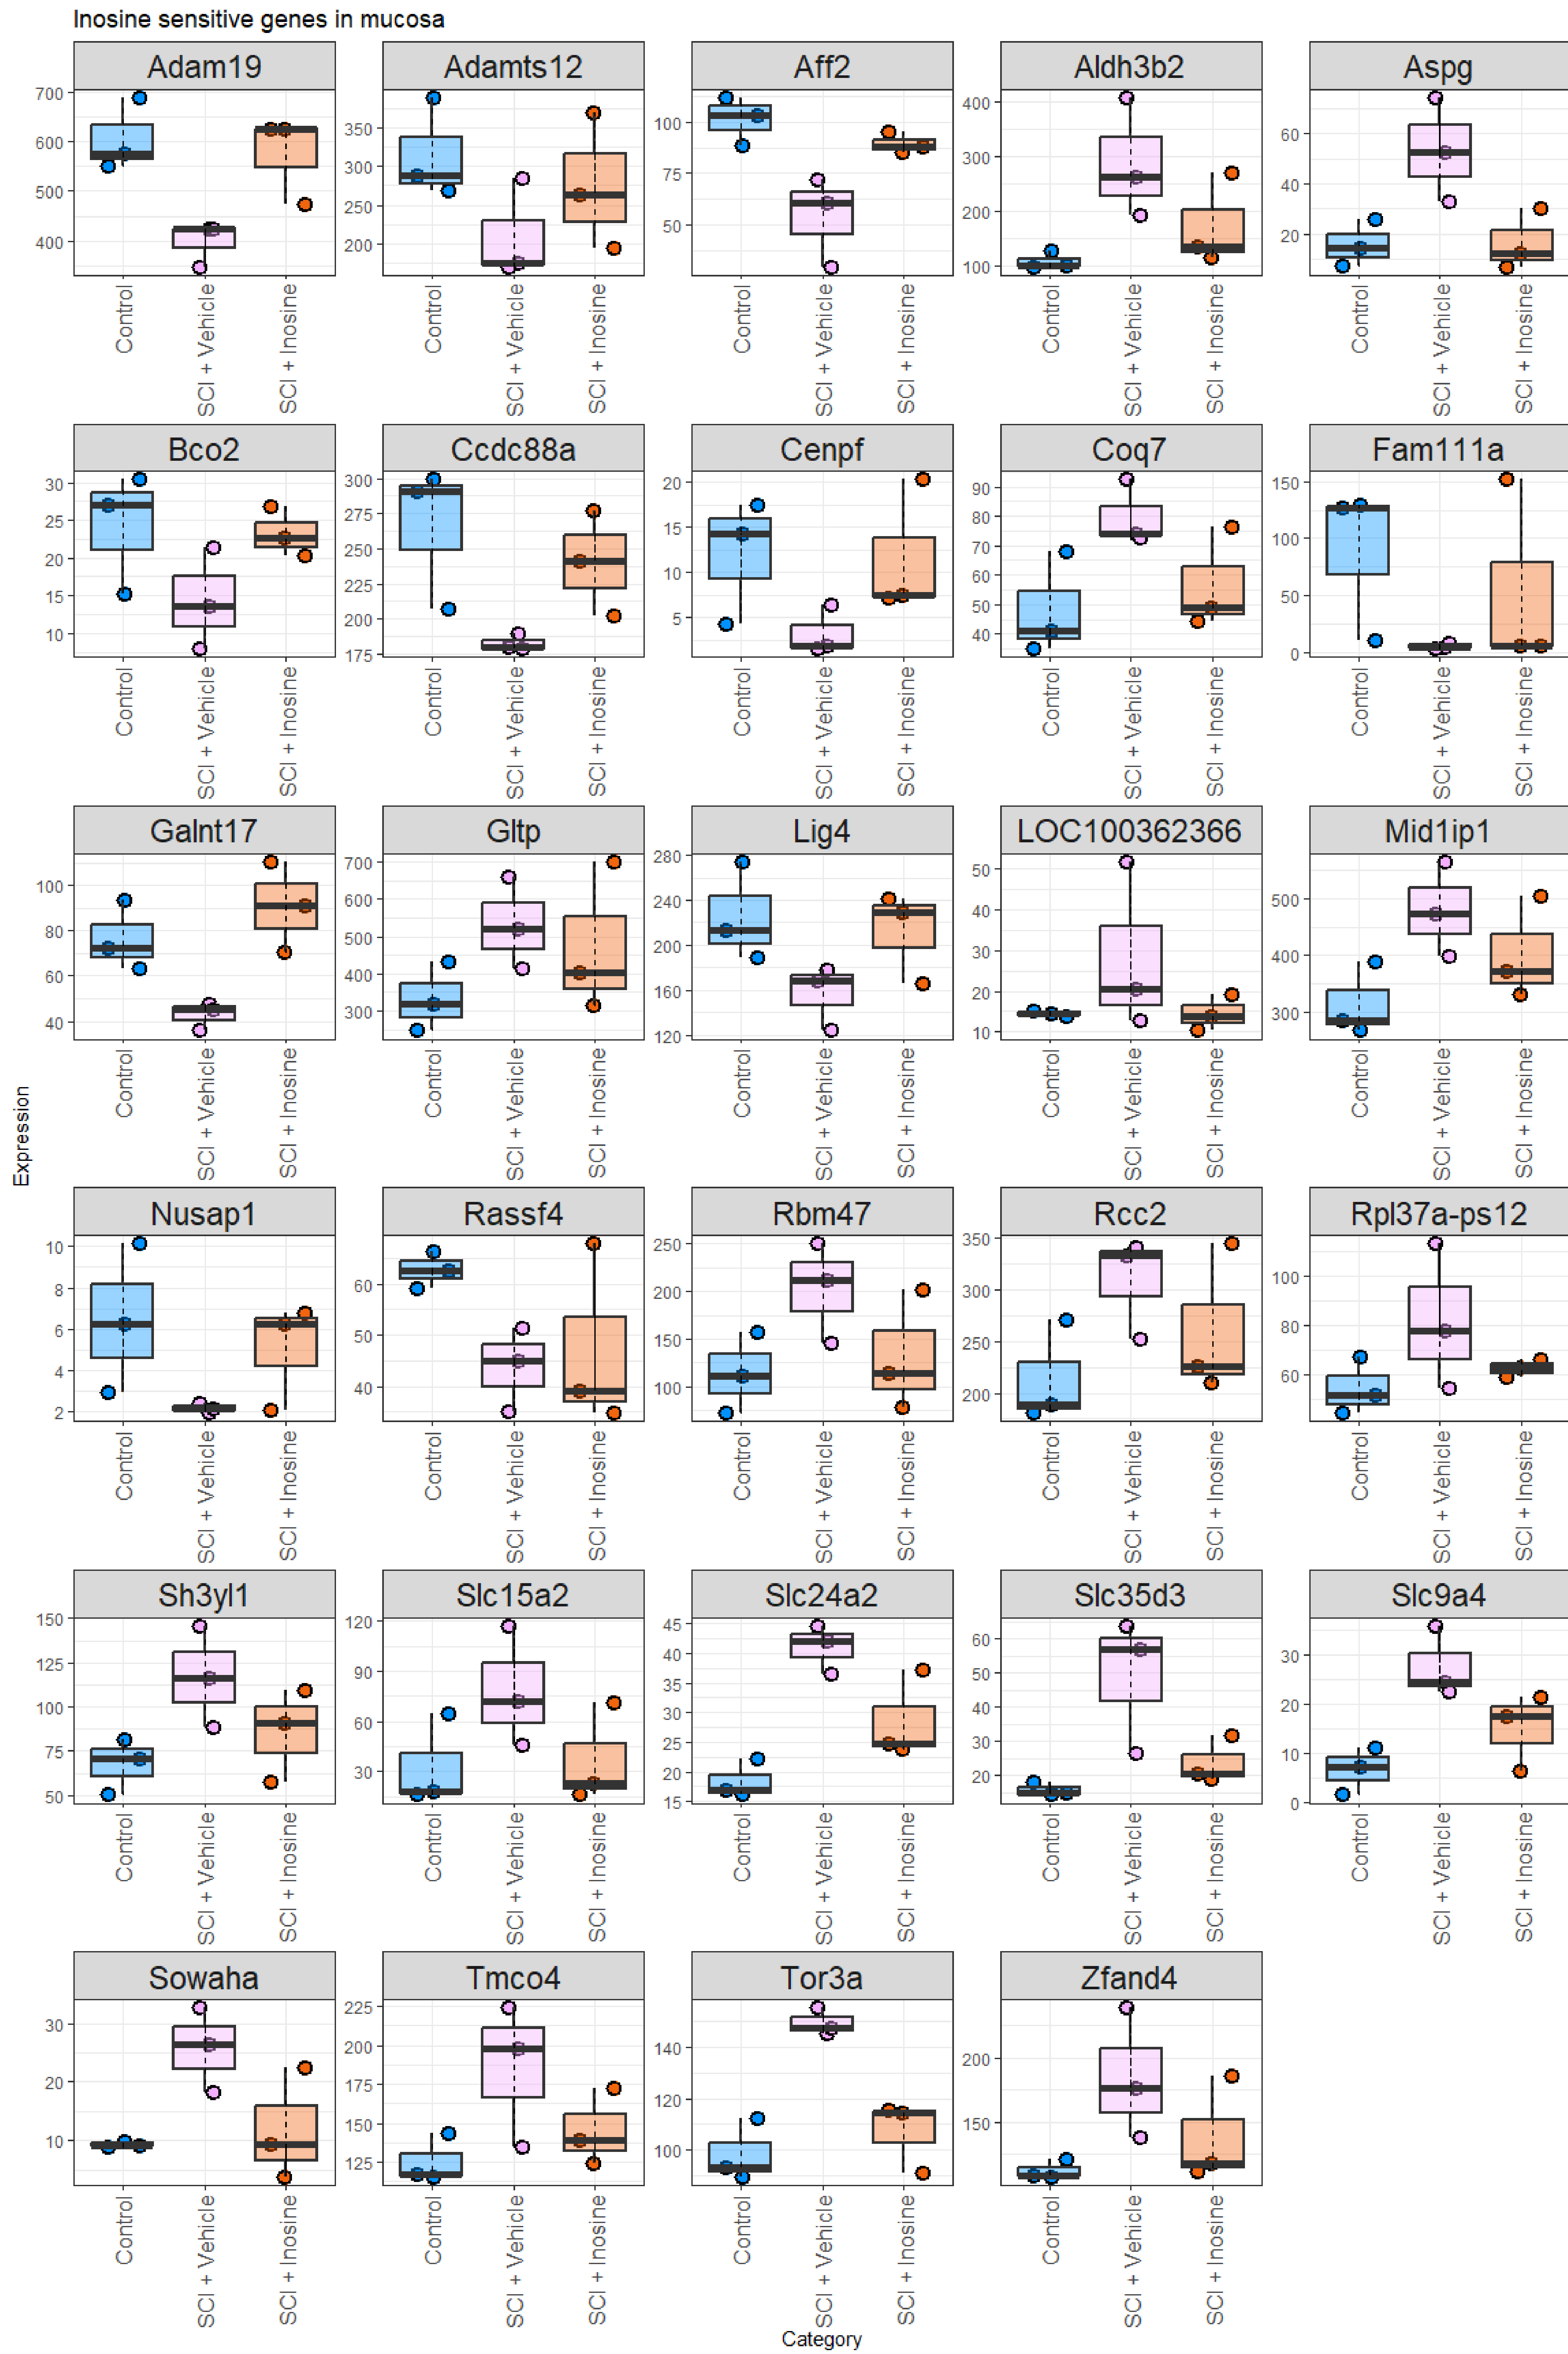

Figure Supplementary 7

## SCI-Vehicle versus Control

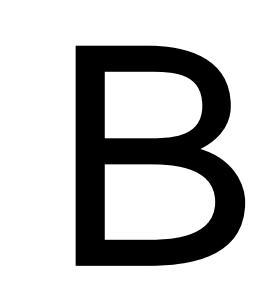

## SCI-Inosine versus SCI-Vehicle

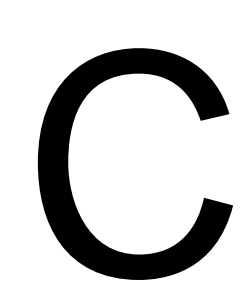

## SCI-Inosine versus Control

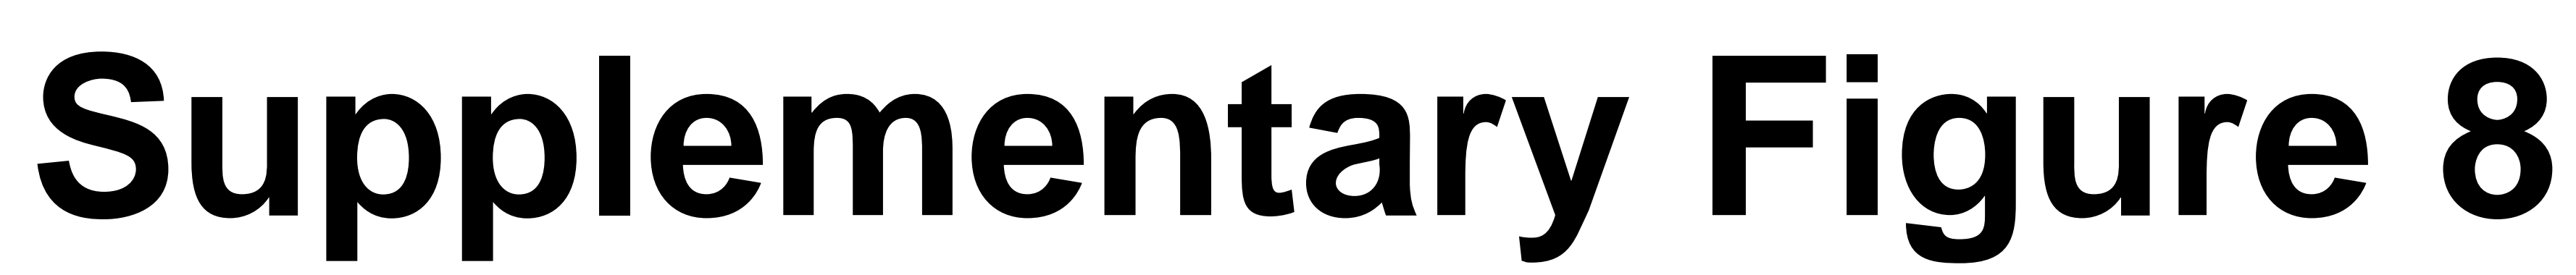

A

## SCI-Vehicle versus Control

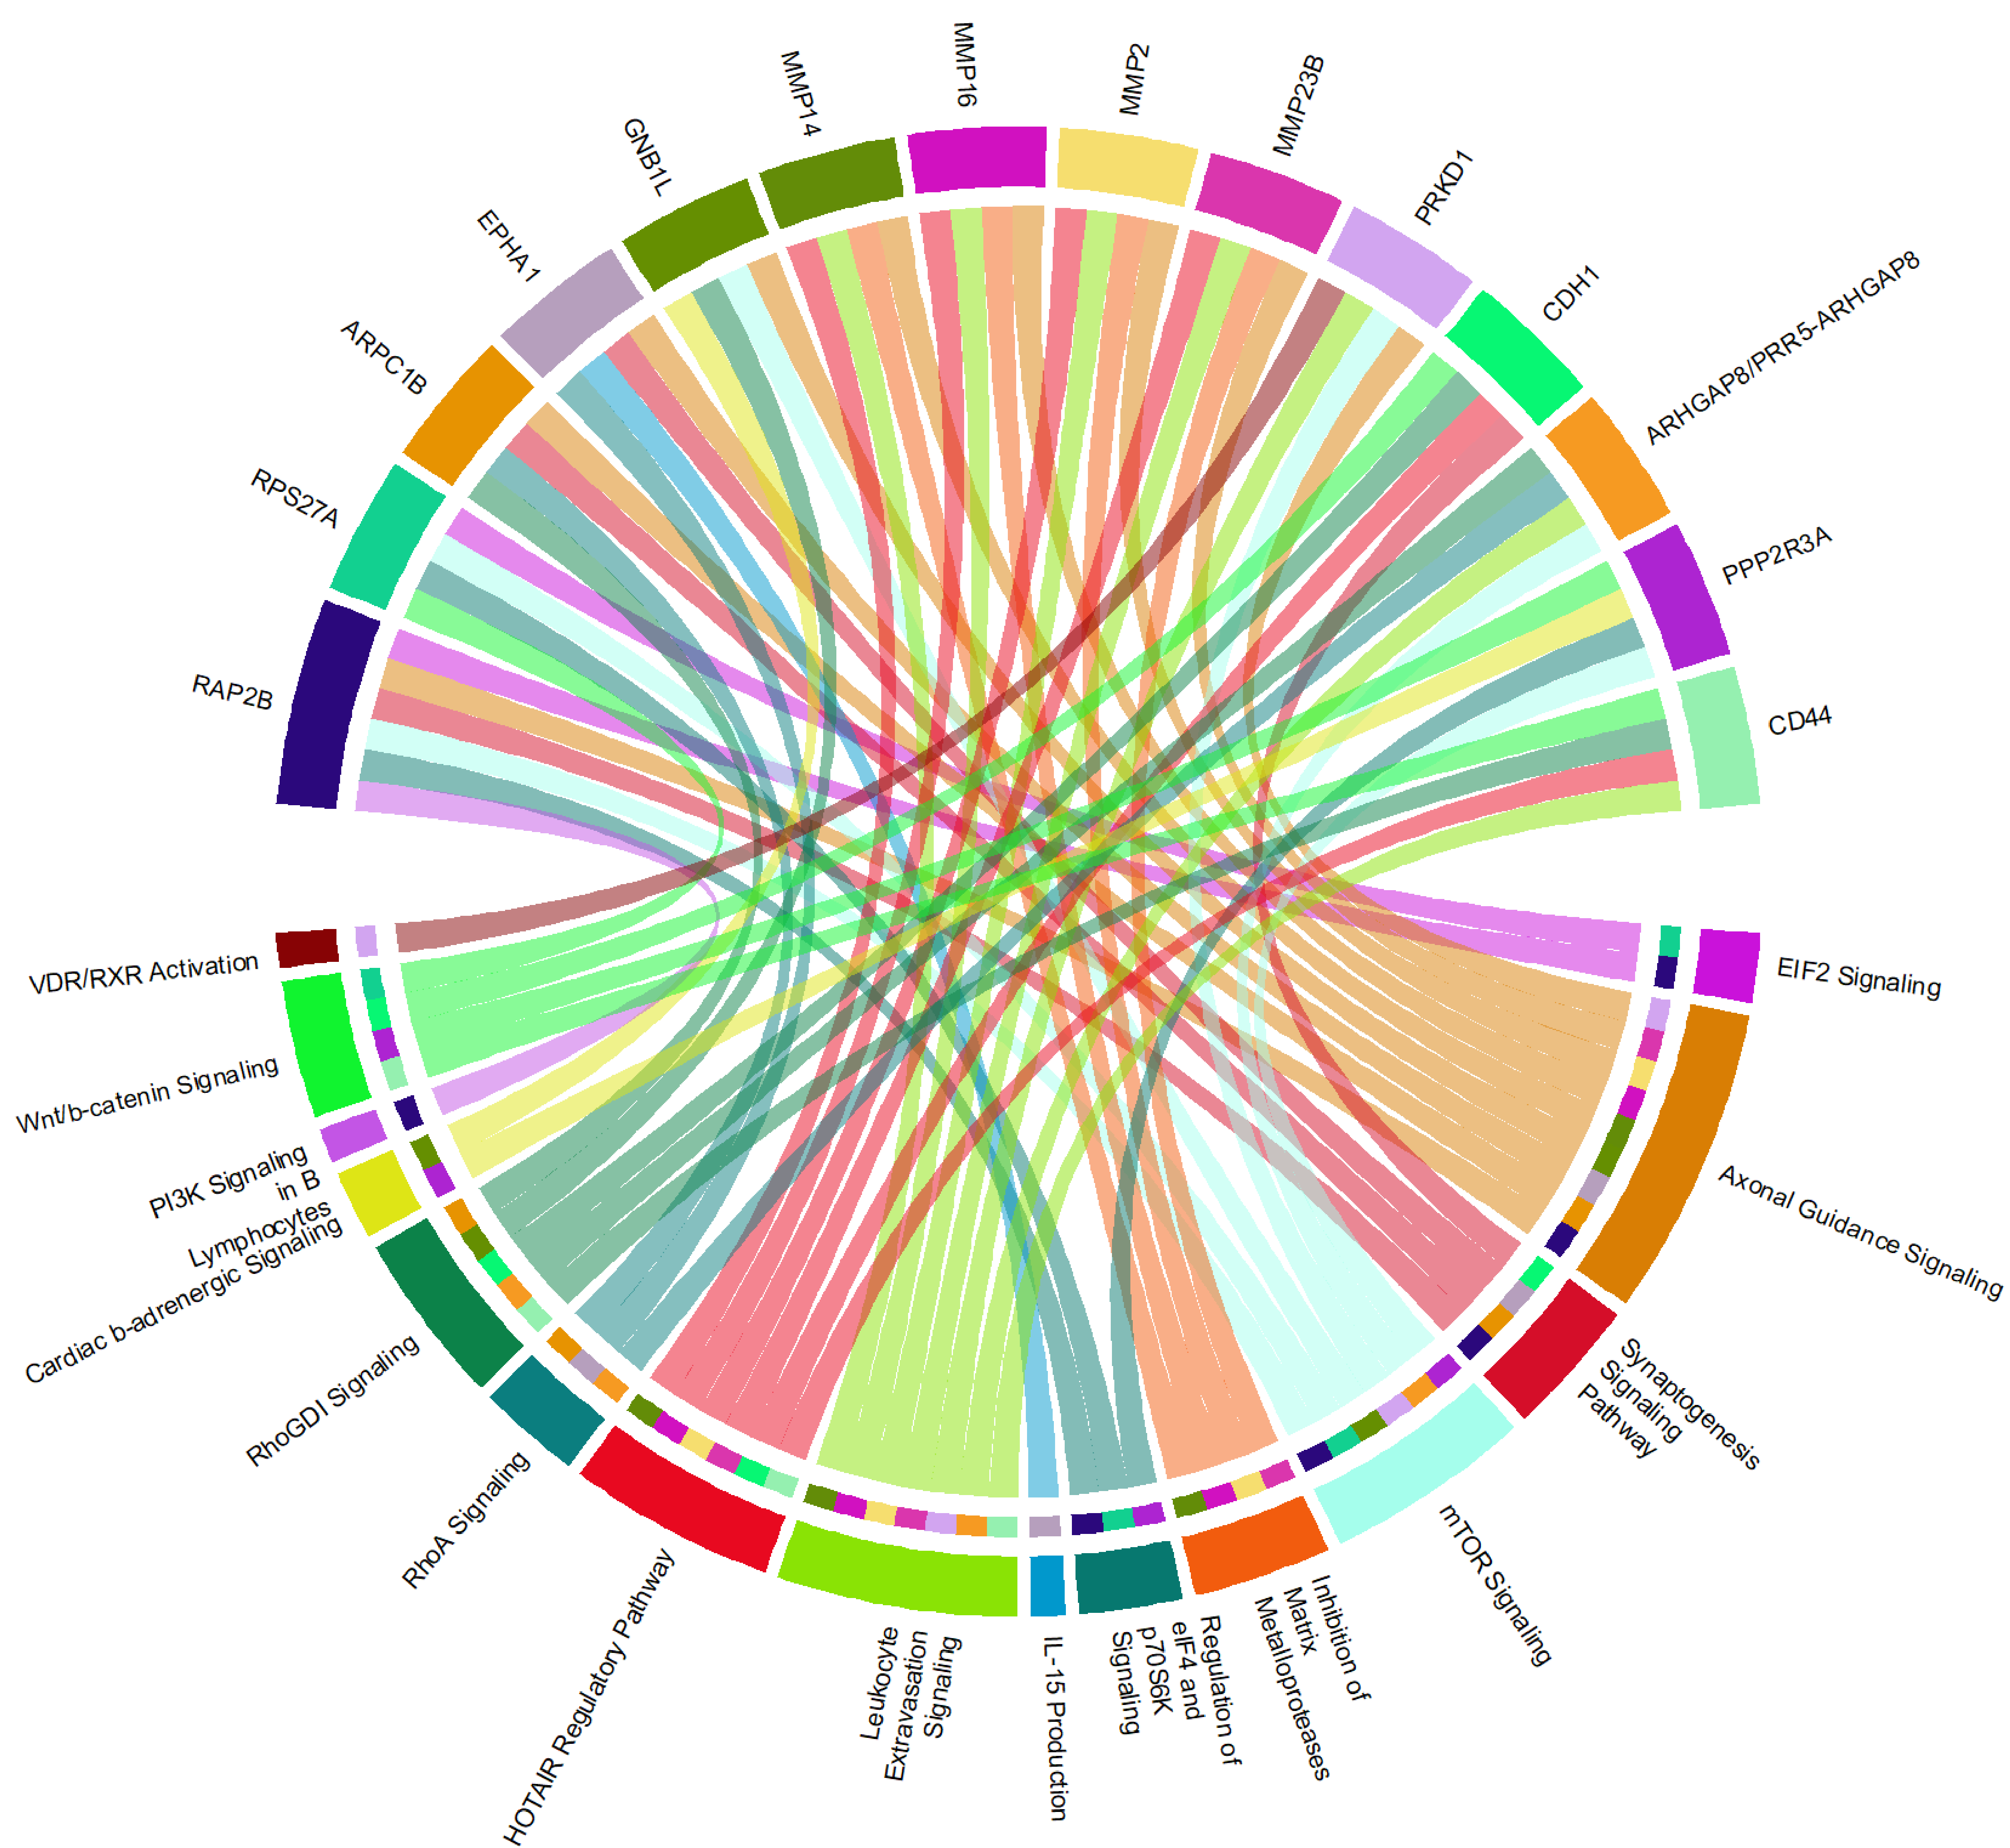

B

## SCI-Inosine versus SCI-Vehicle

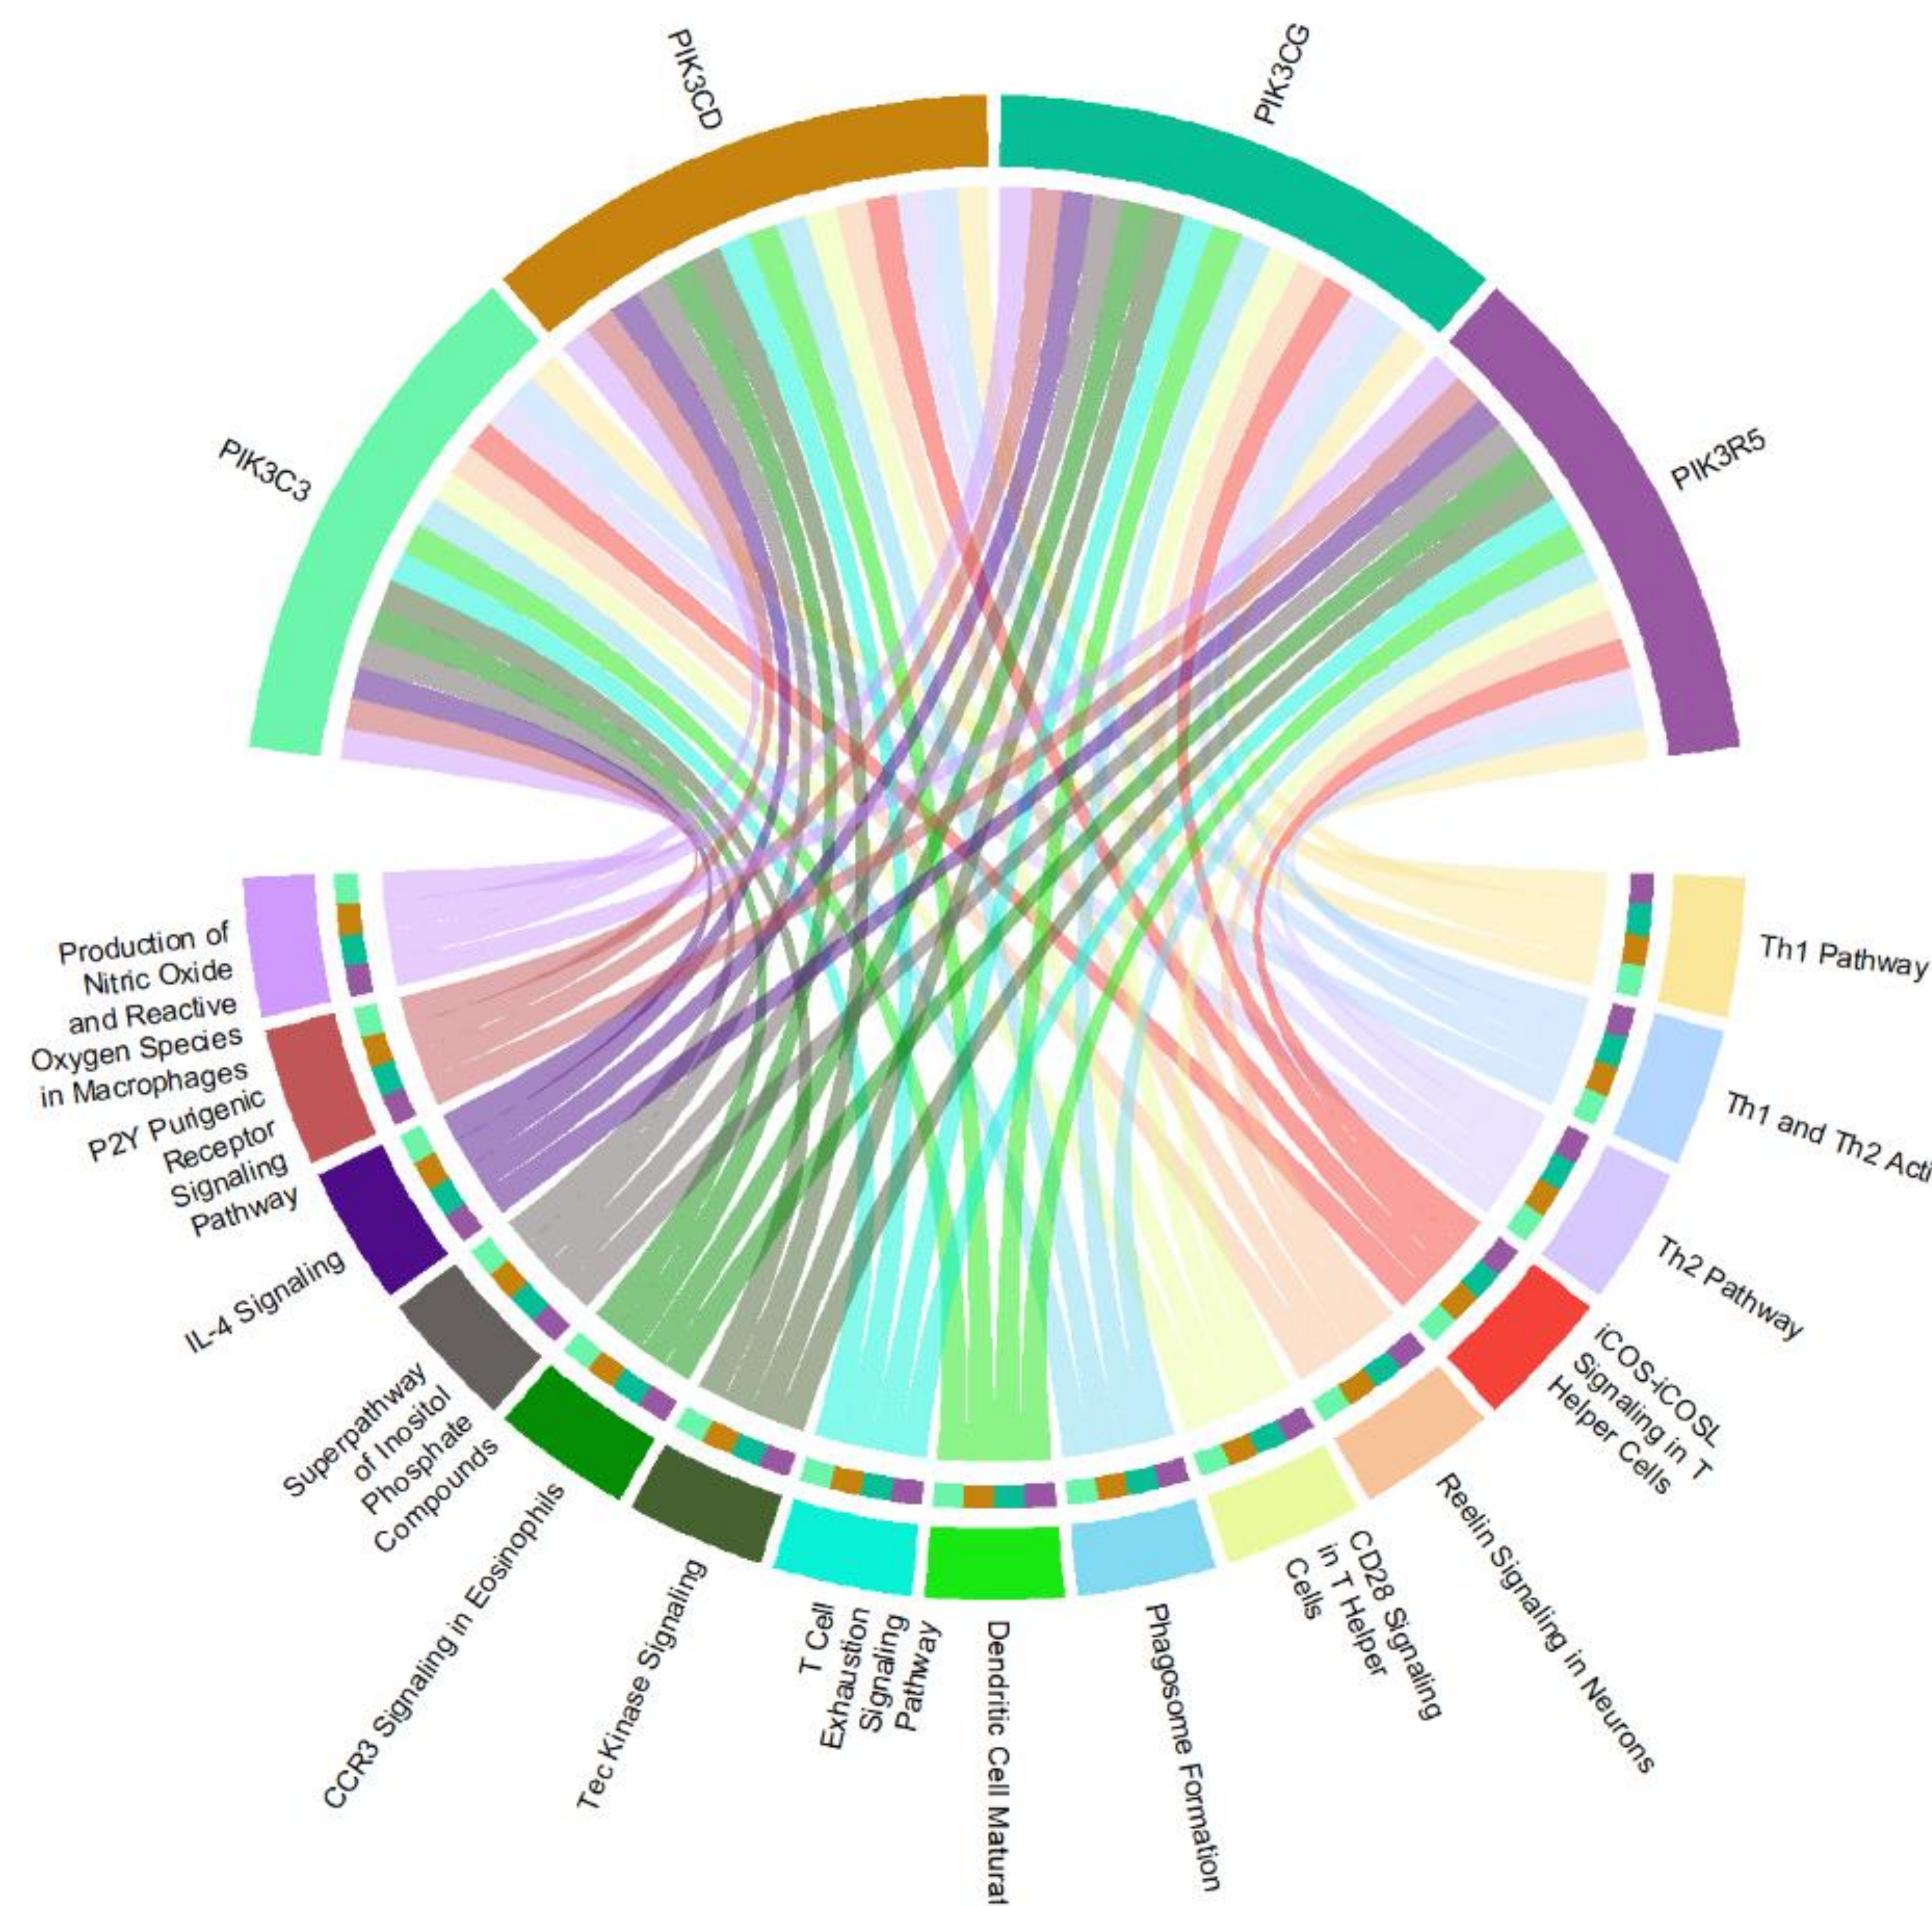

C

## SCI-Inosine versus Control

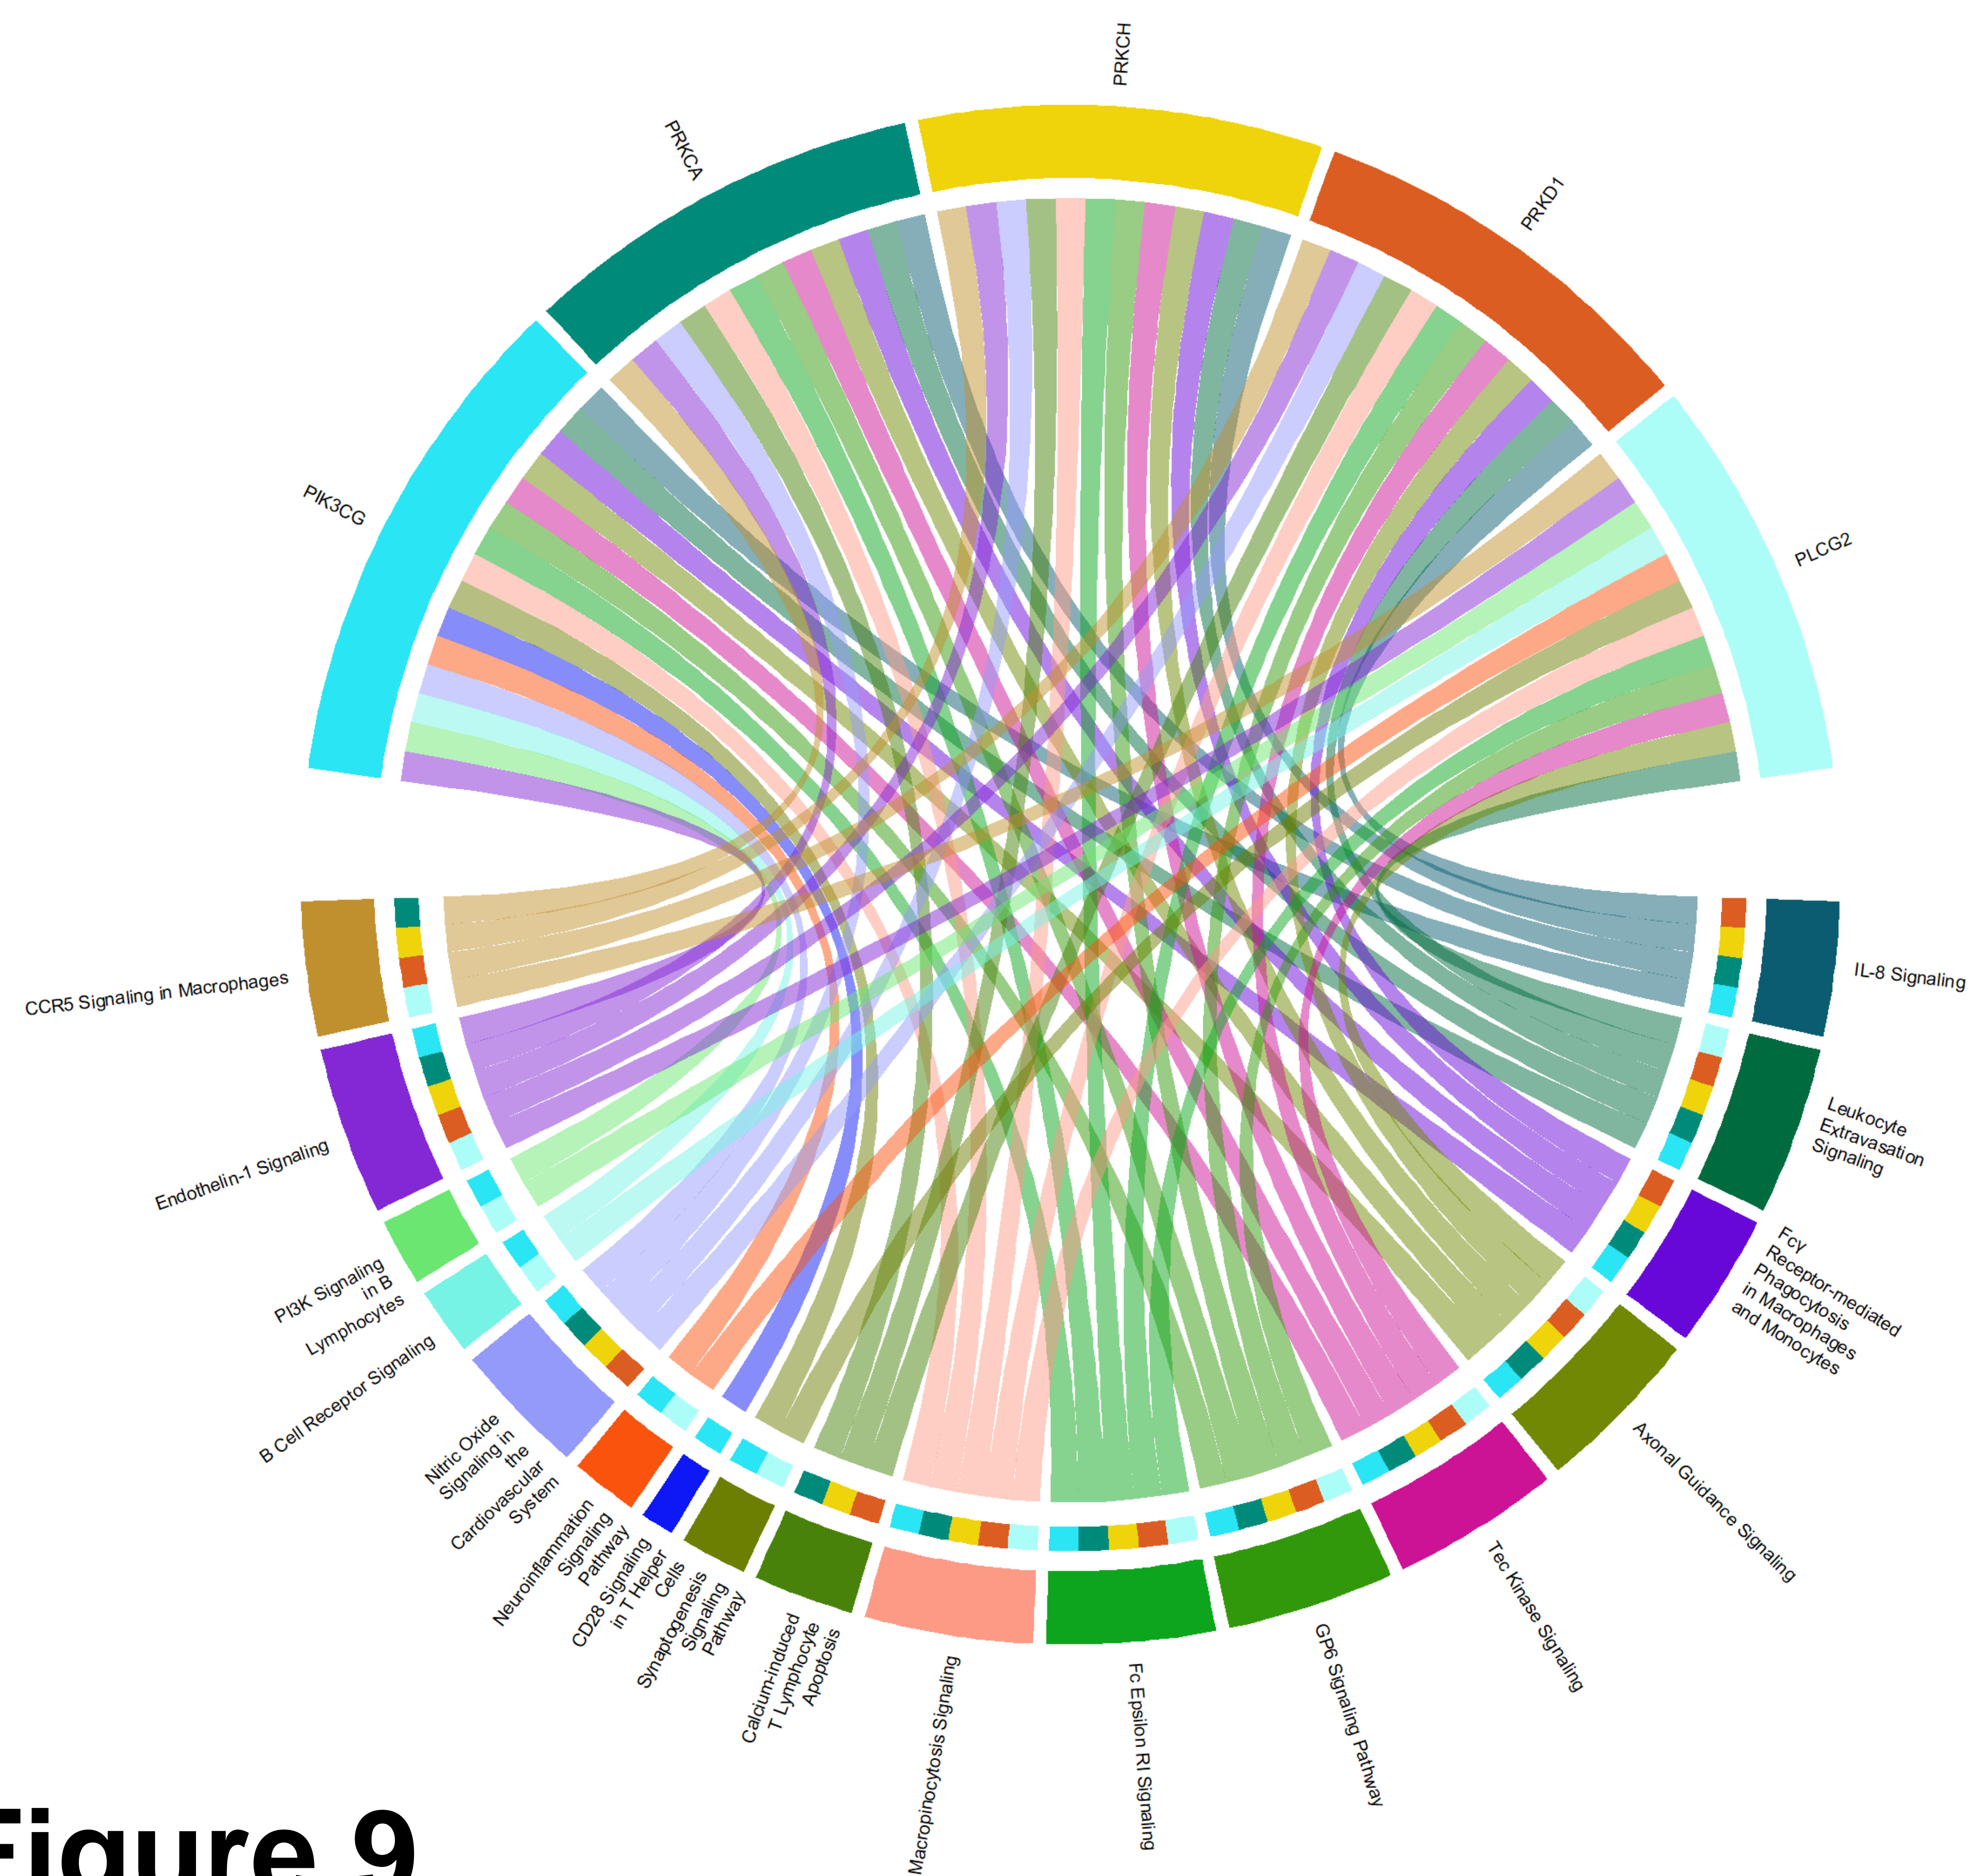

A

## SCI-Vehicle versus Control

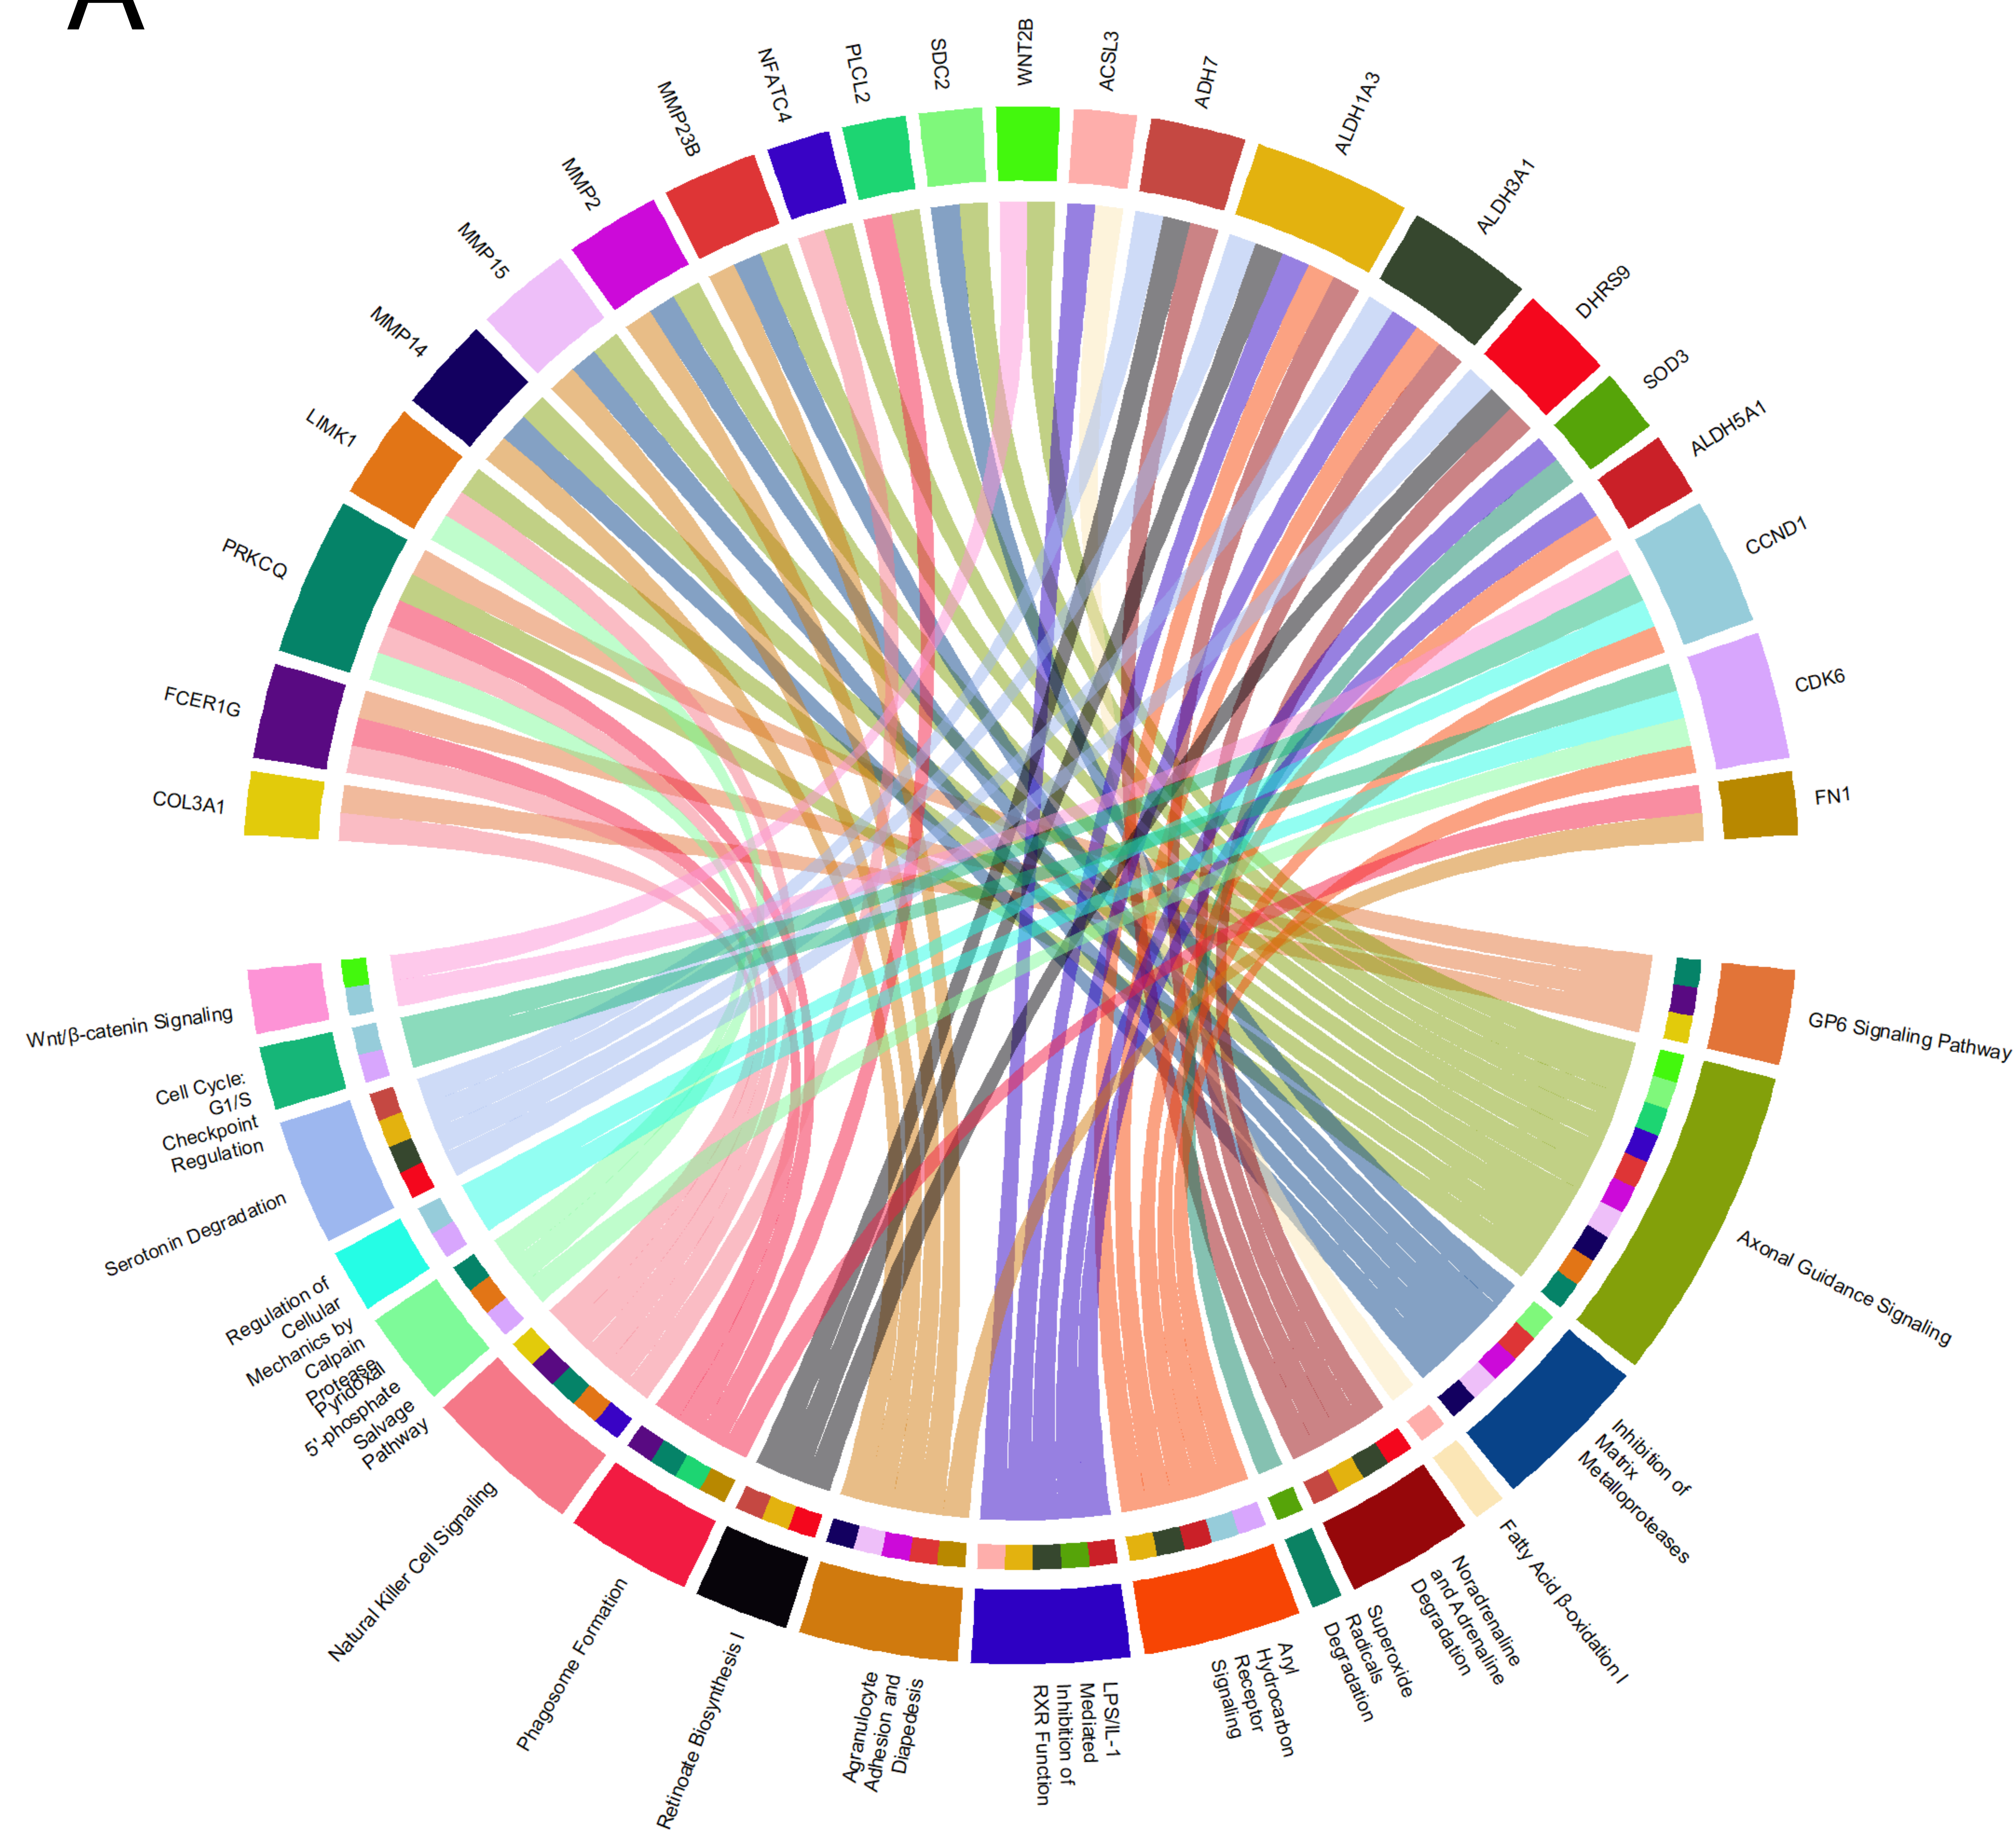

# B

## SCI-Inosine versus SCI-Vehicle

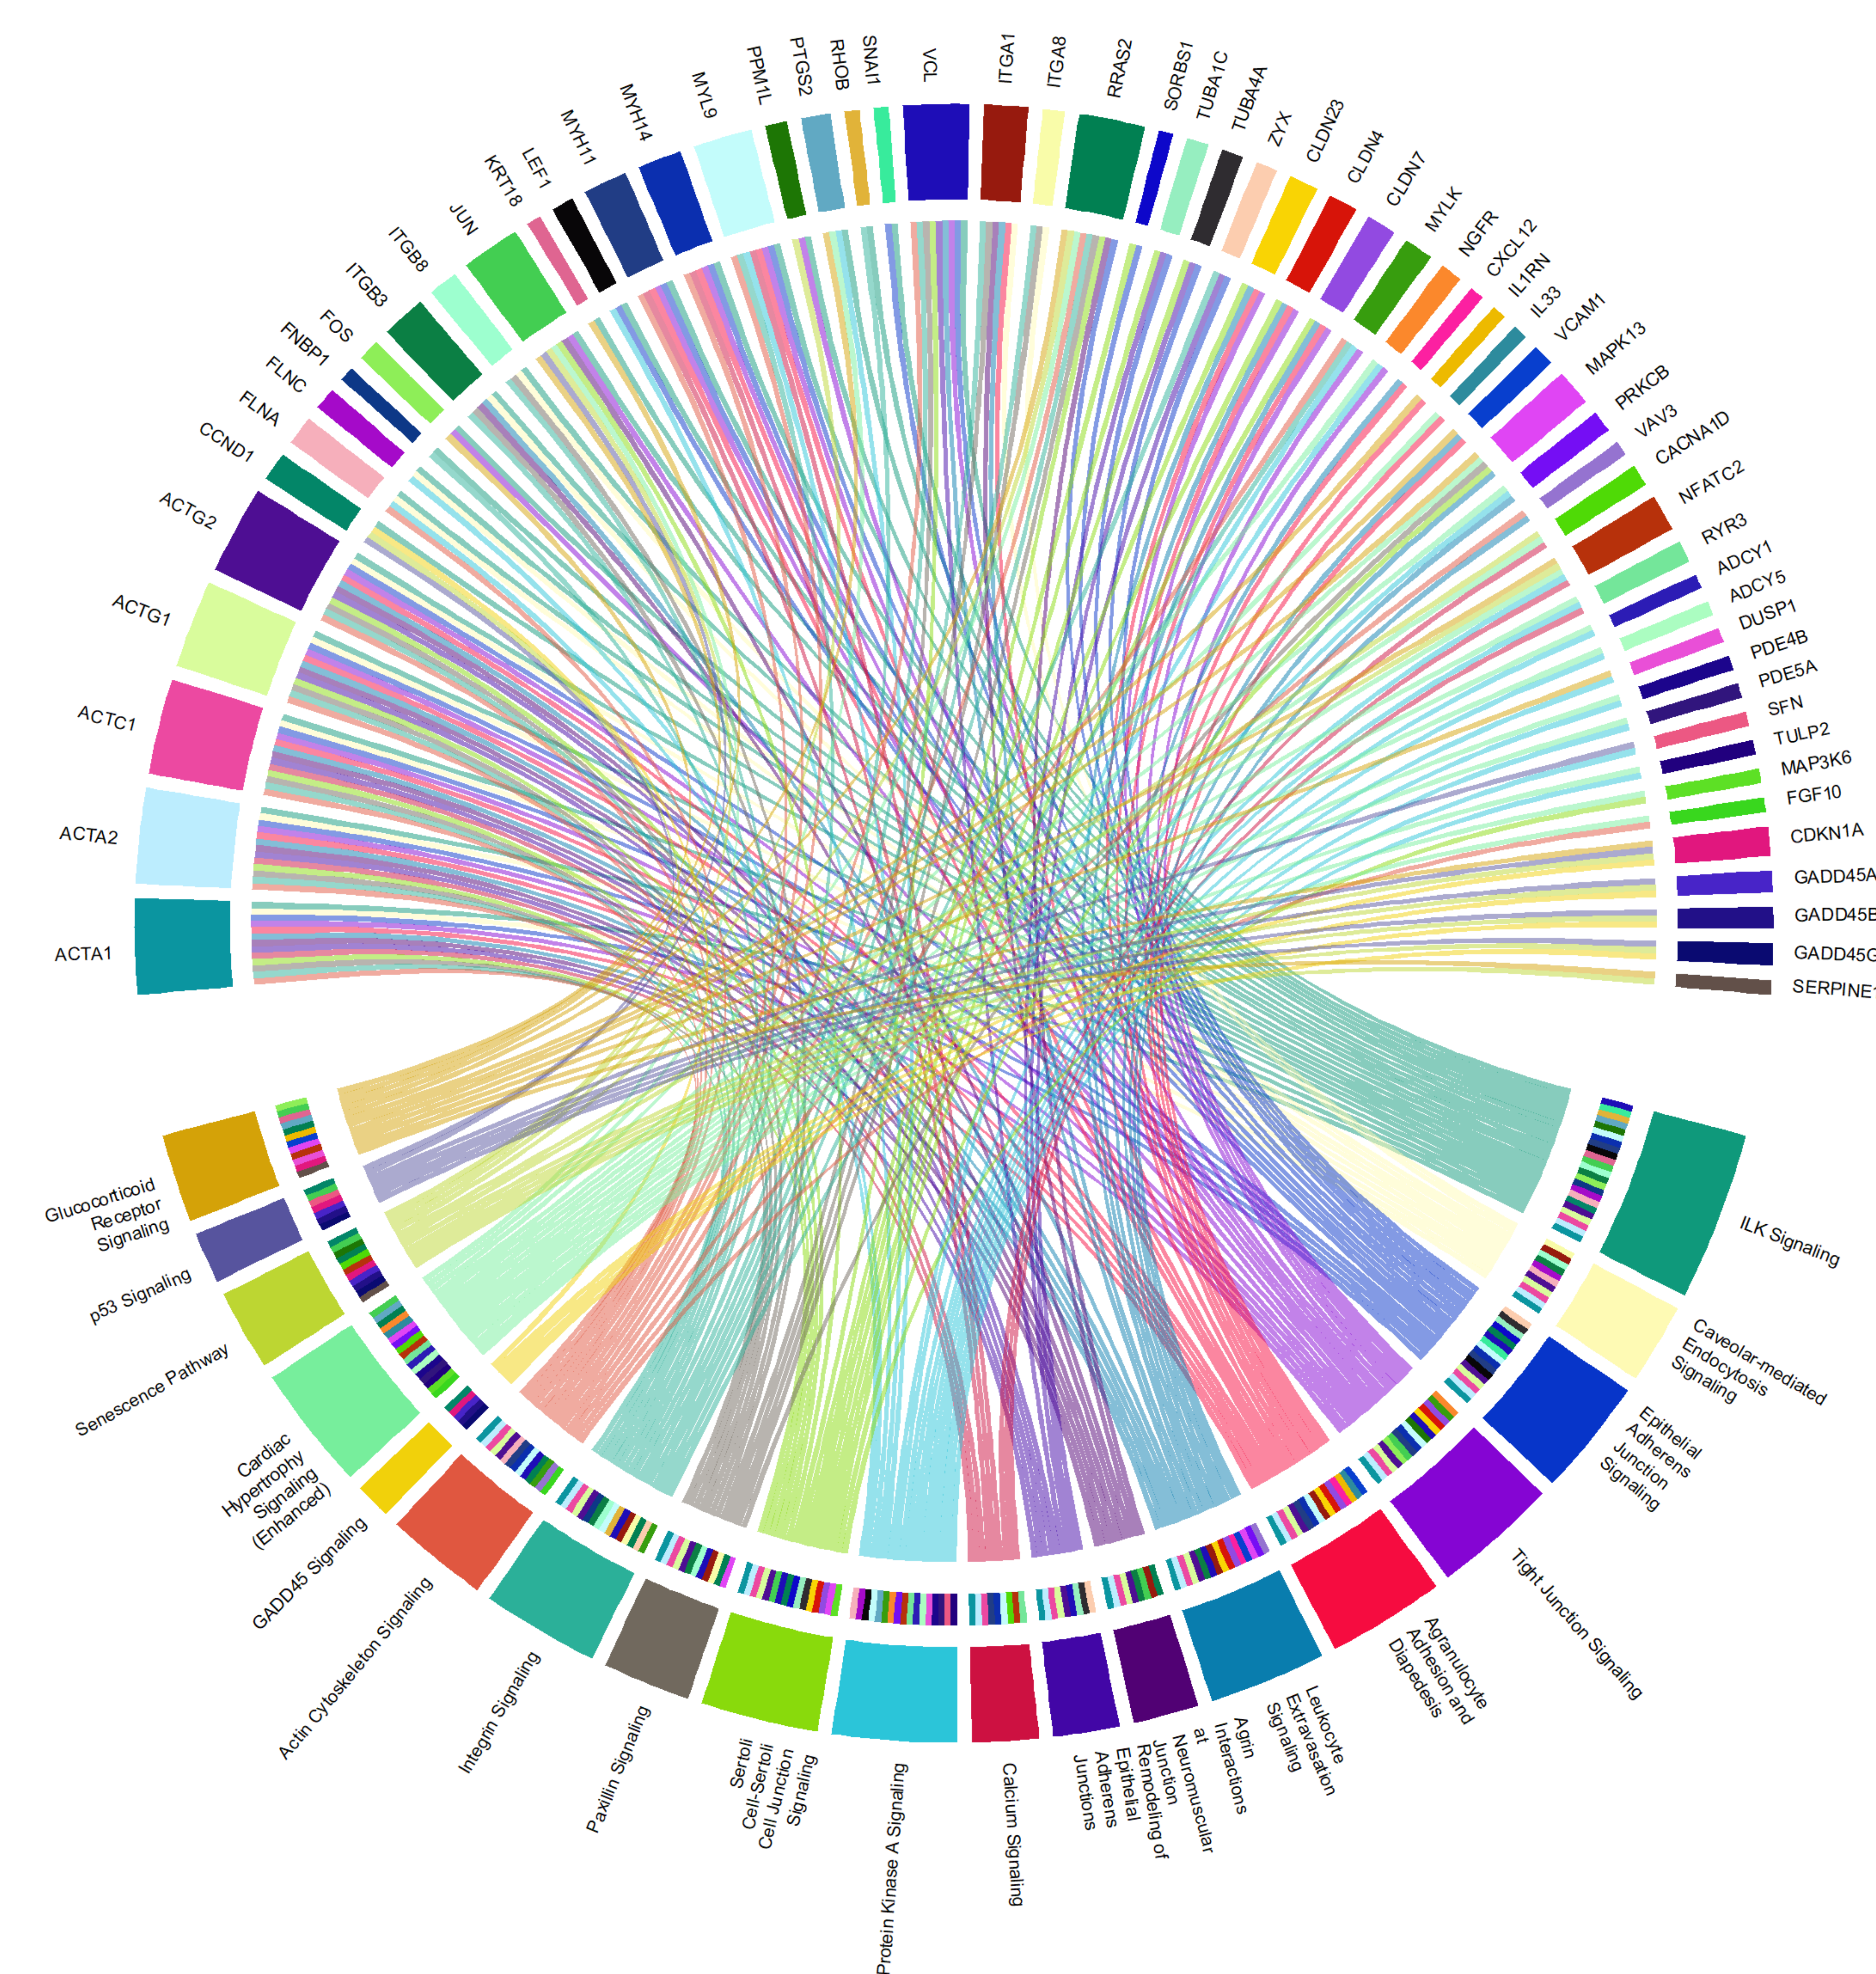

C

## SCI-Inosine versus Control

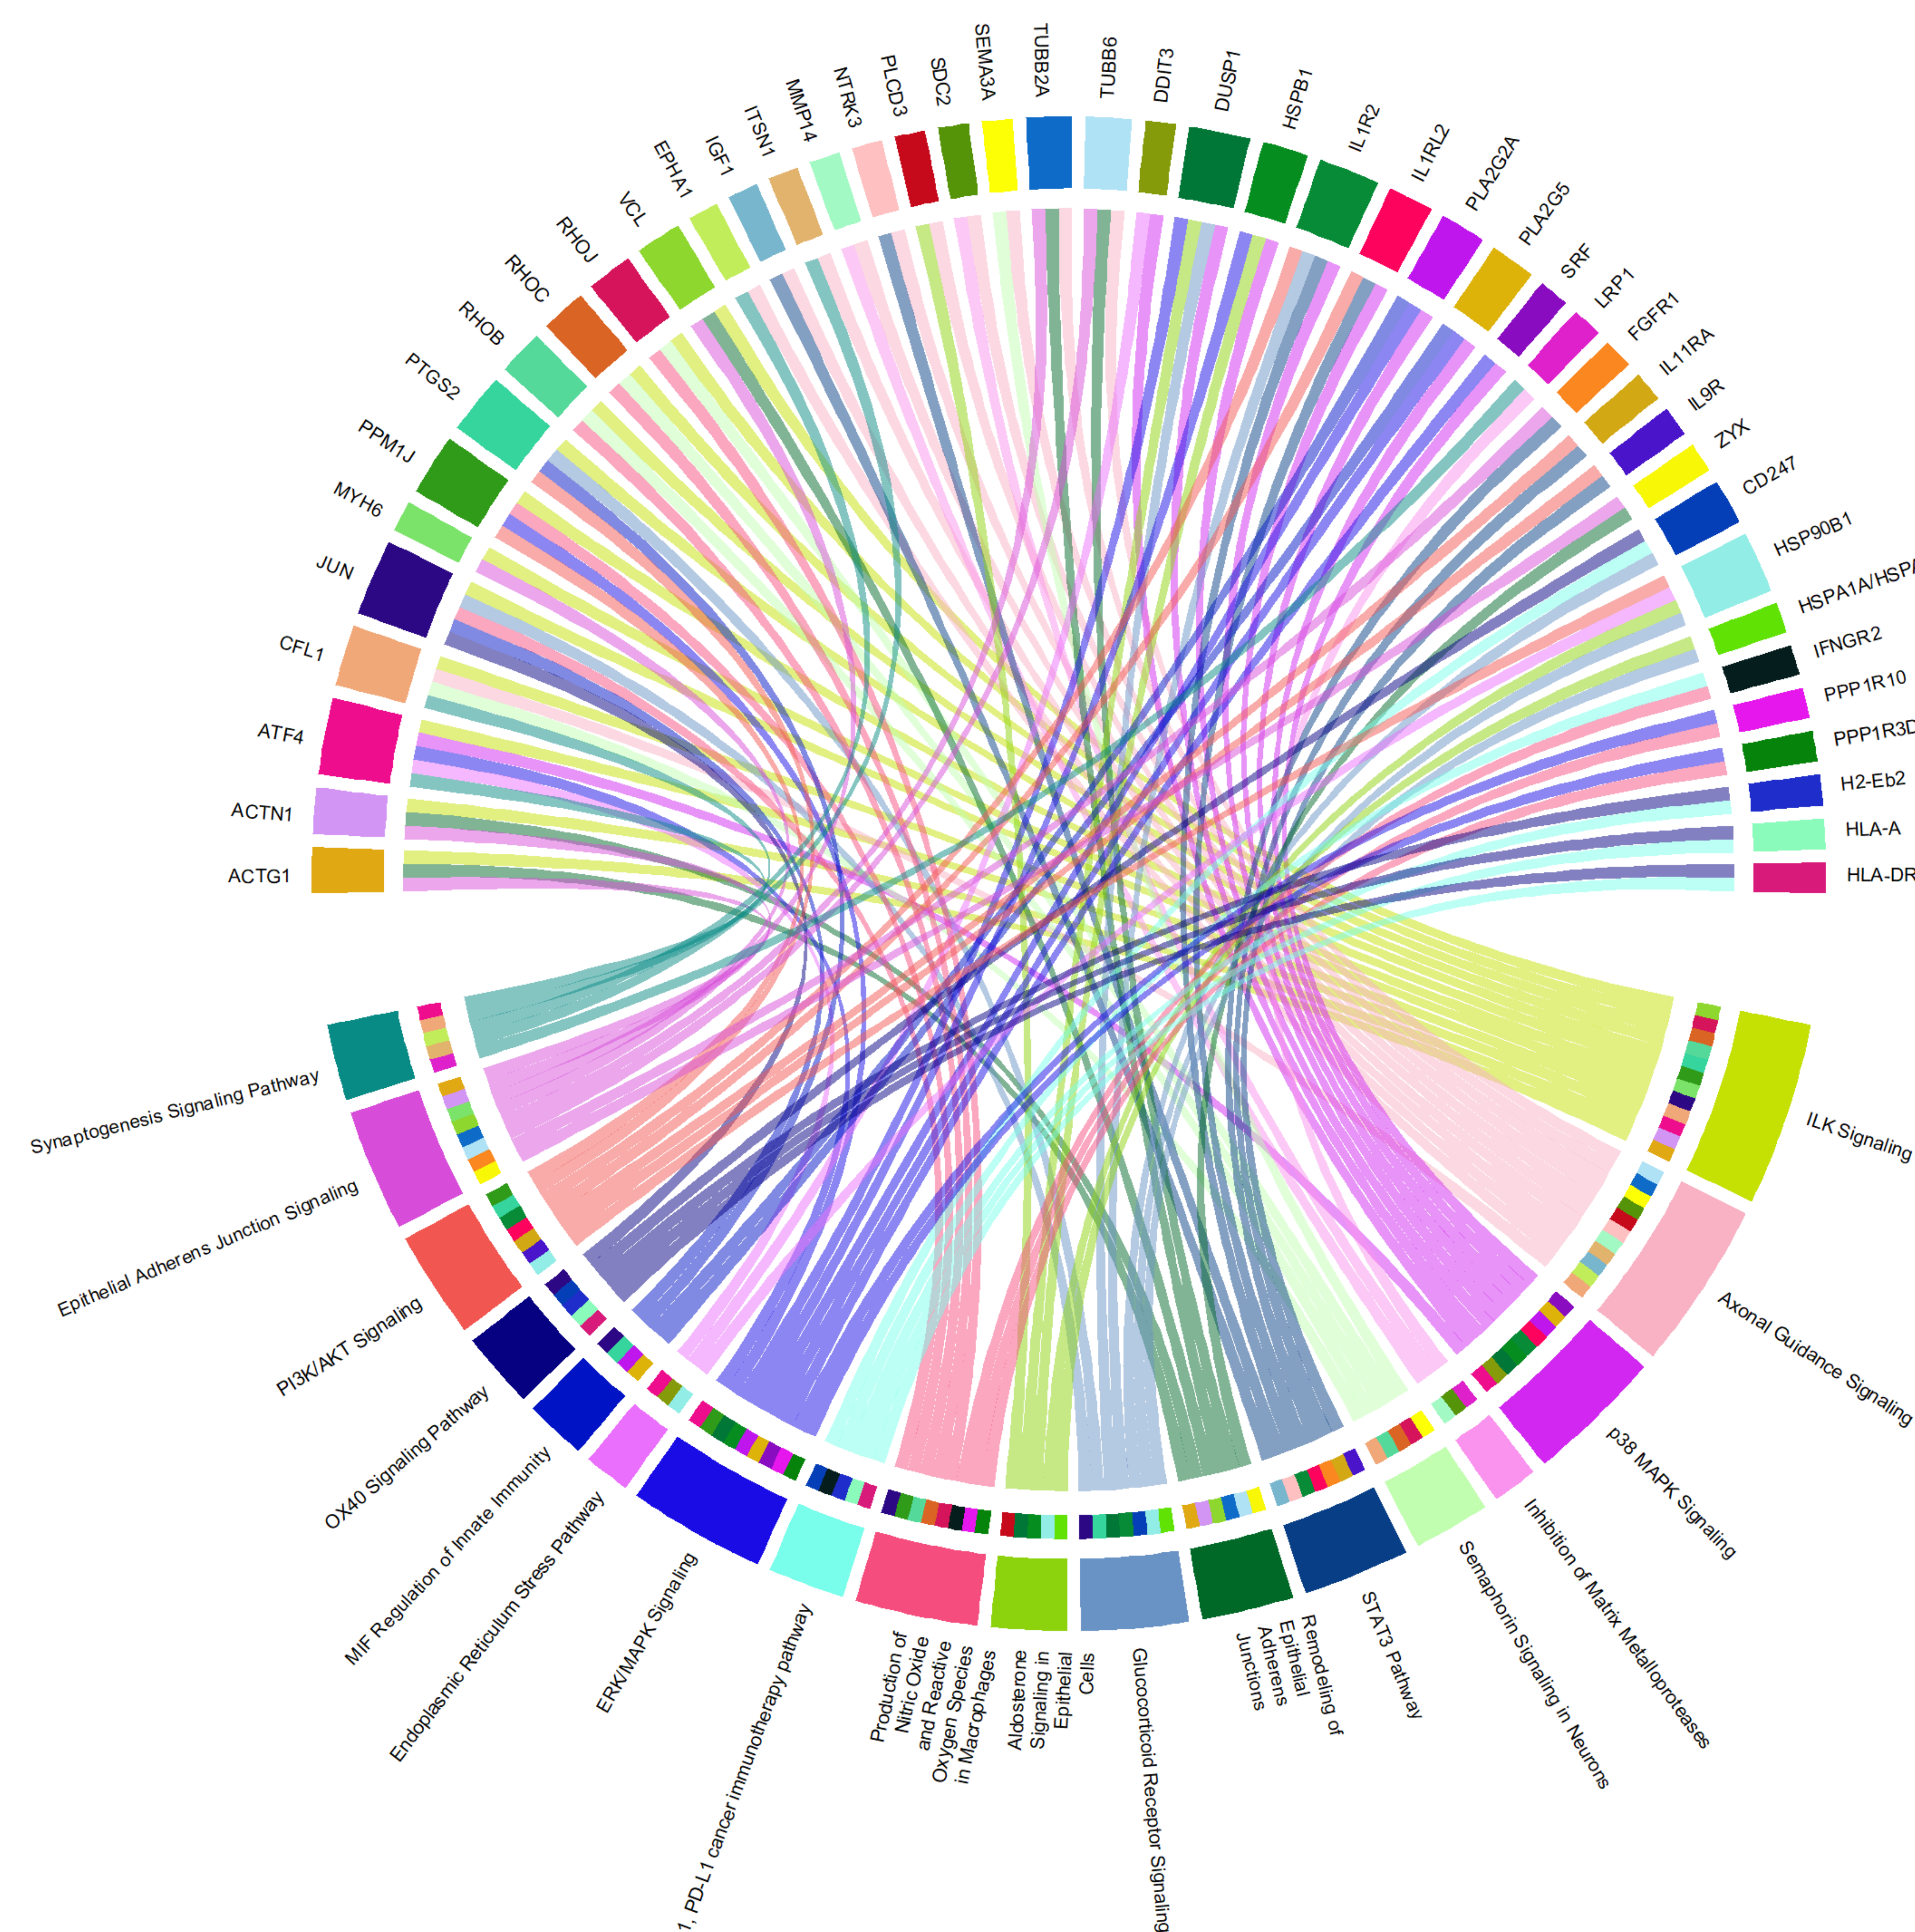

# A SCI-Vehicle versus Control

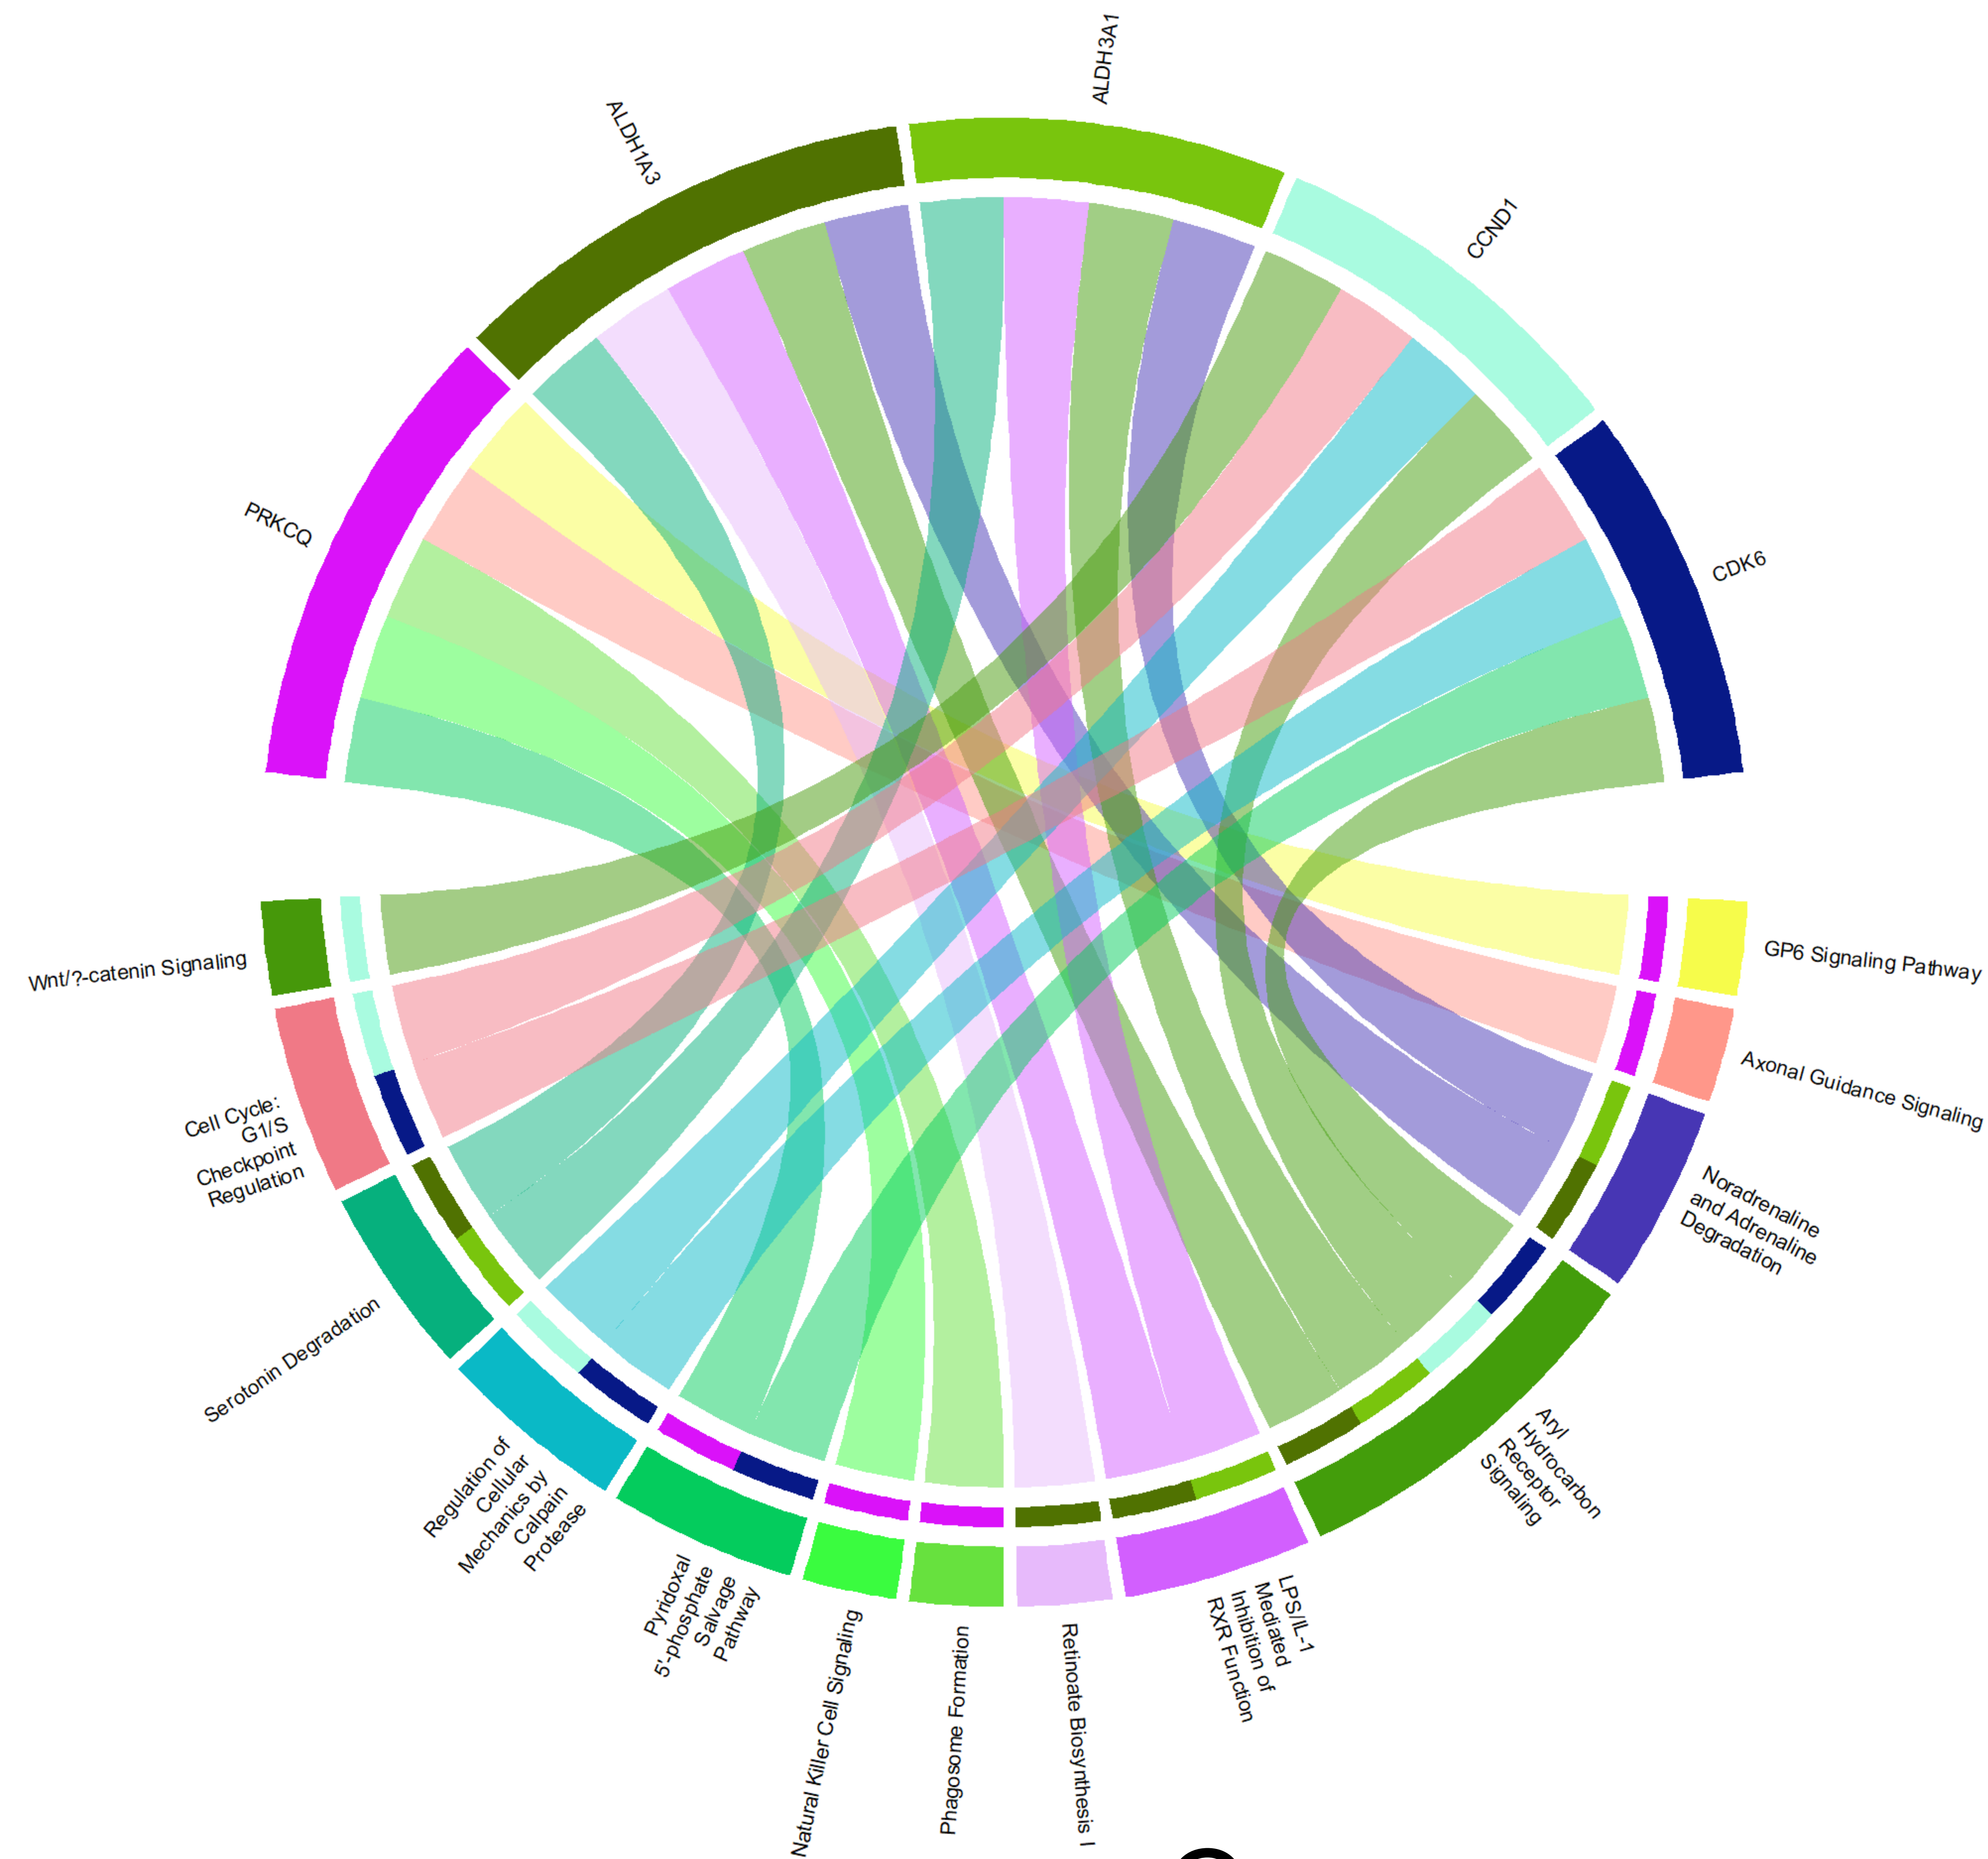

# B SCI-Inosine versus SCI-Vehicle

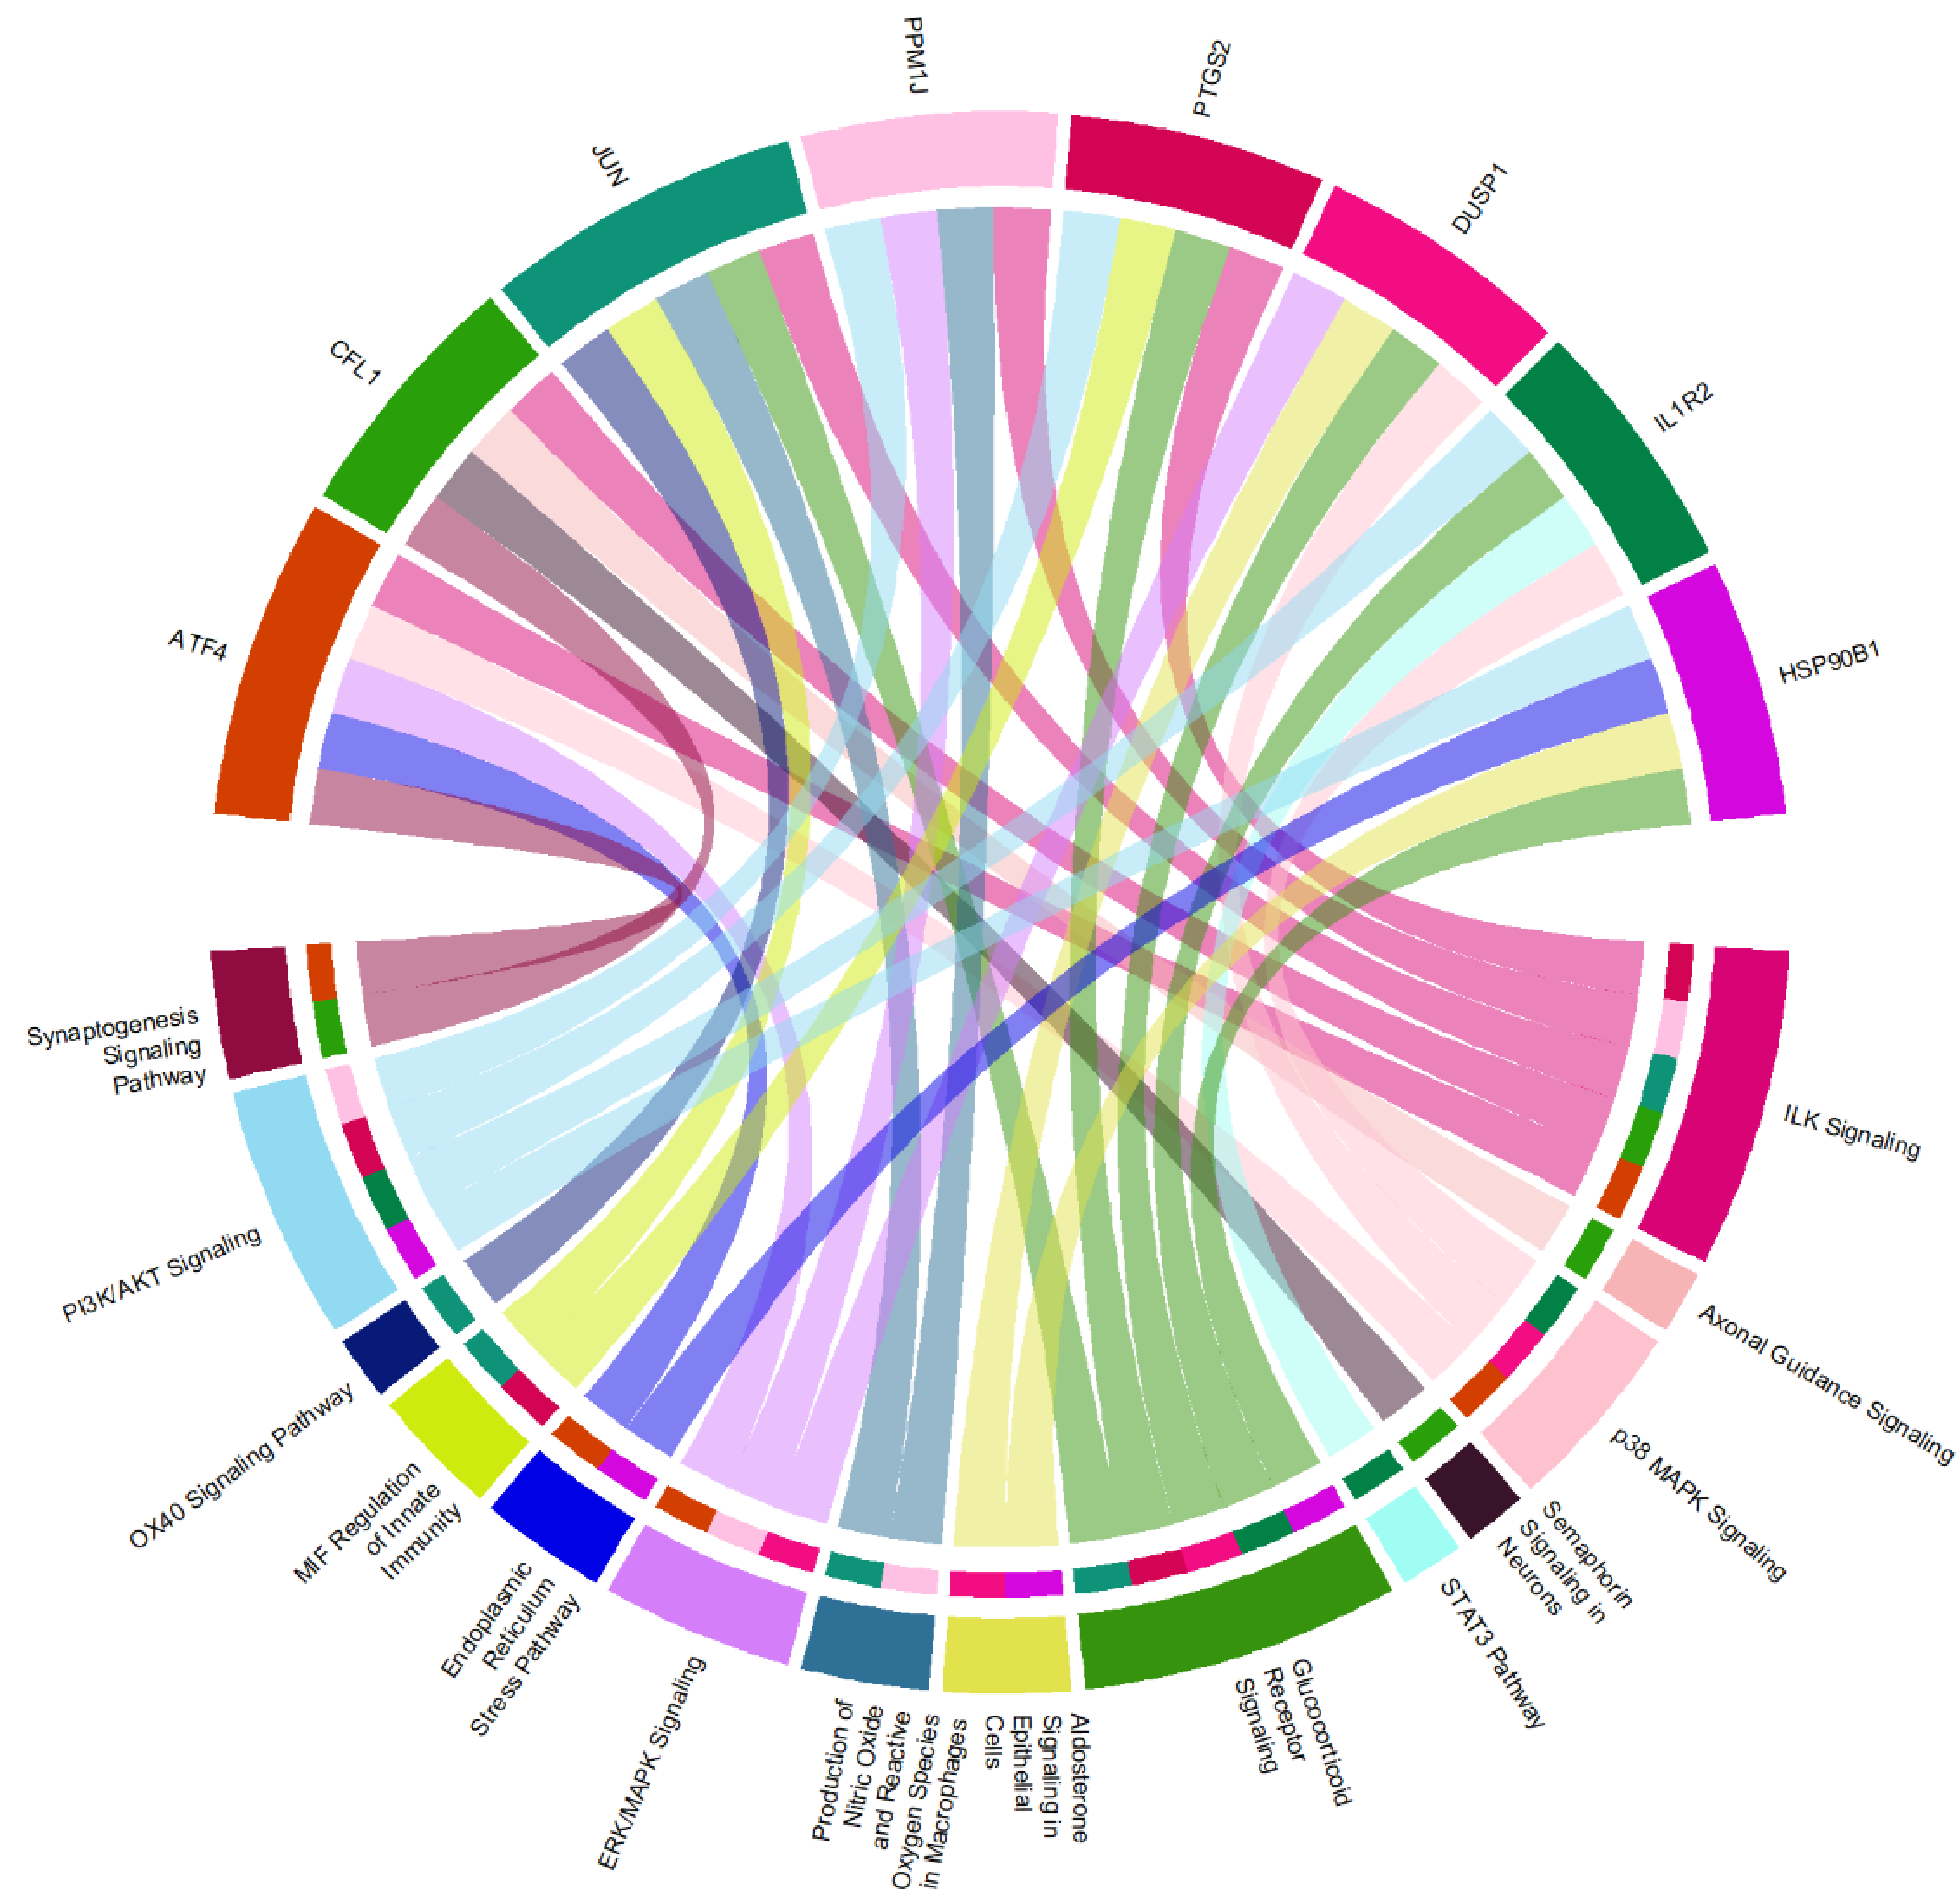

# C SCI-Inosine versus Control

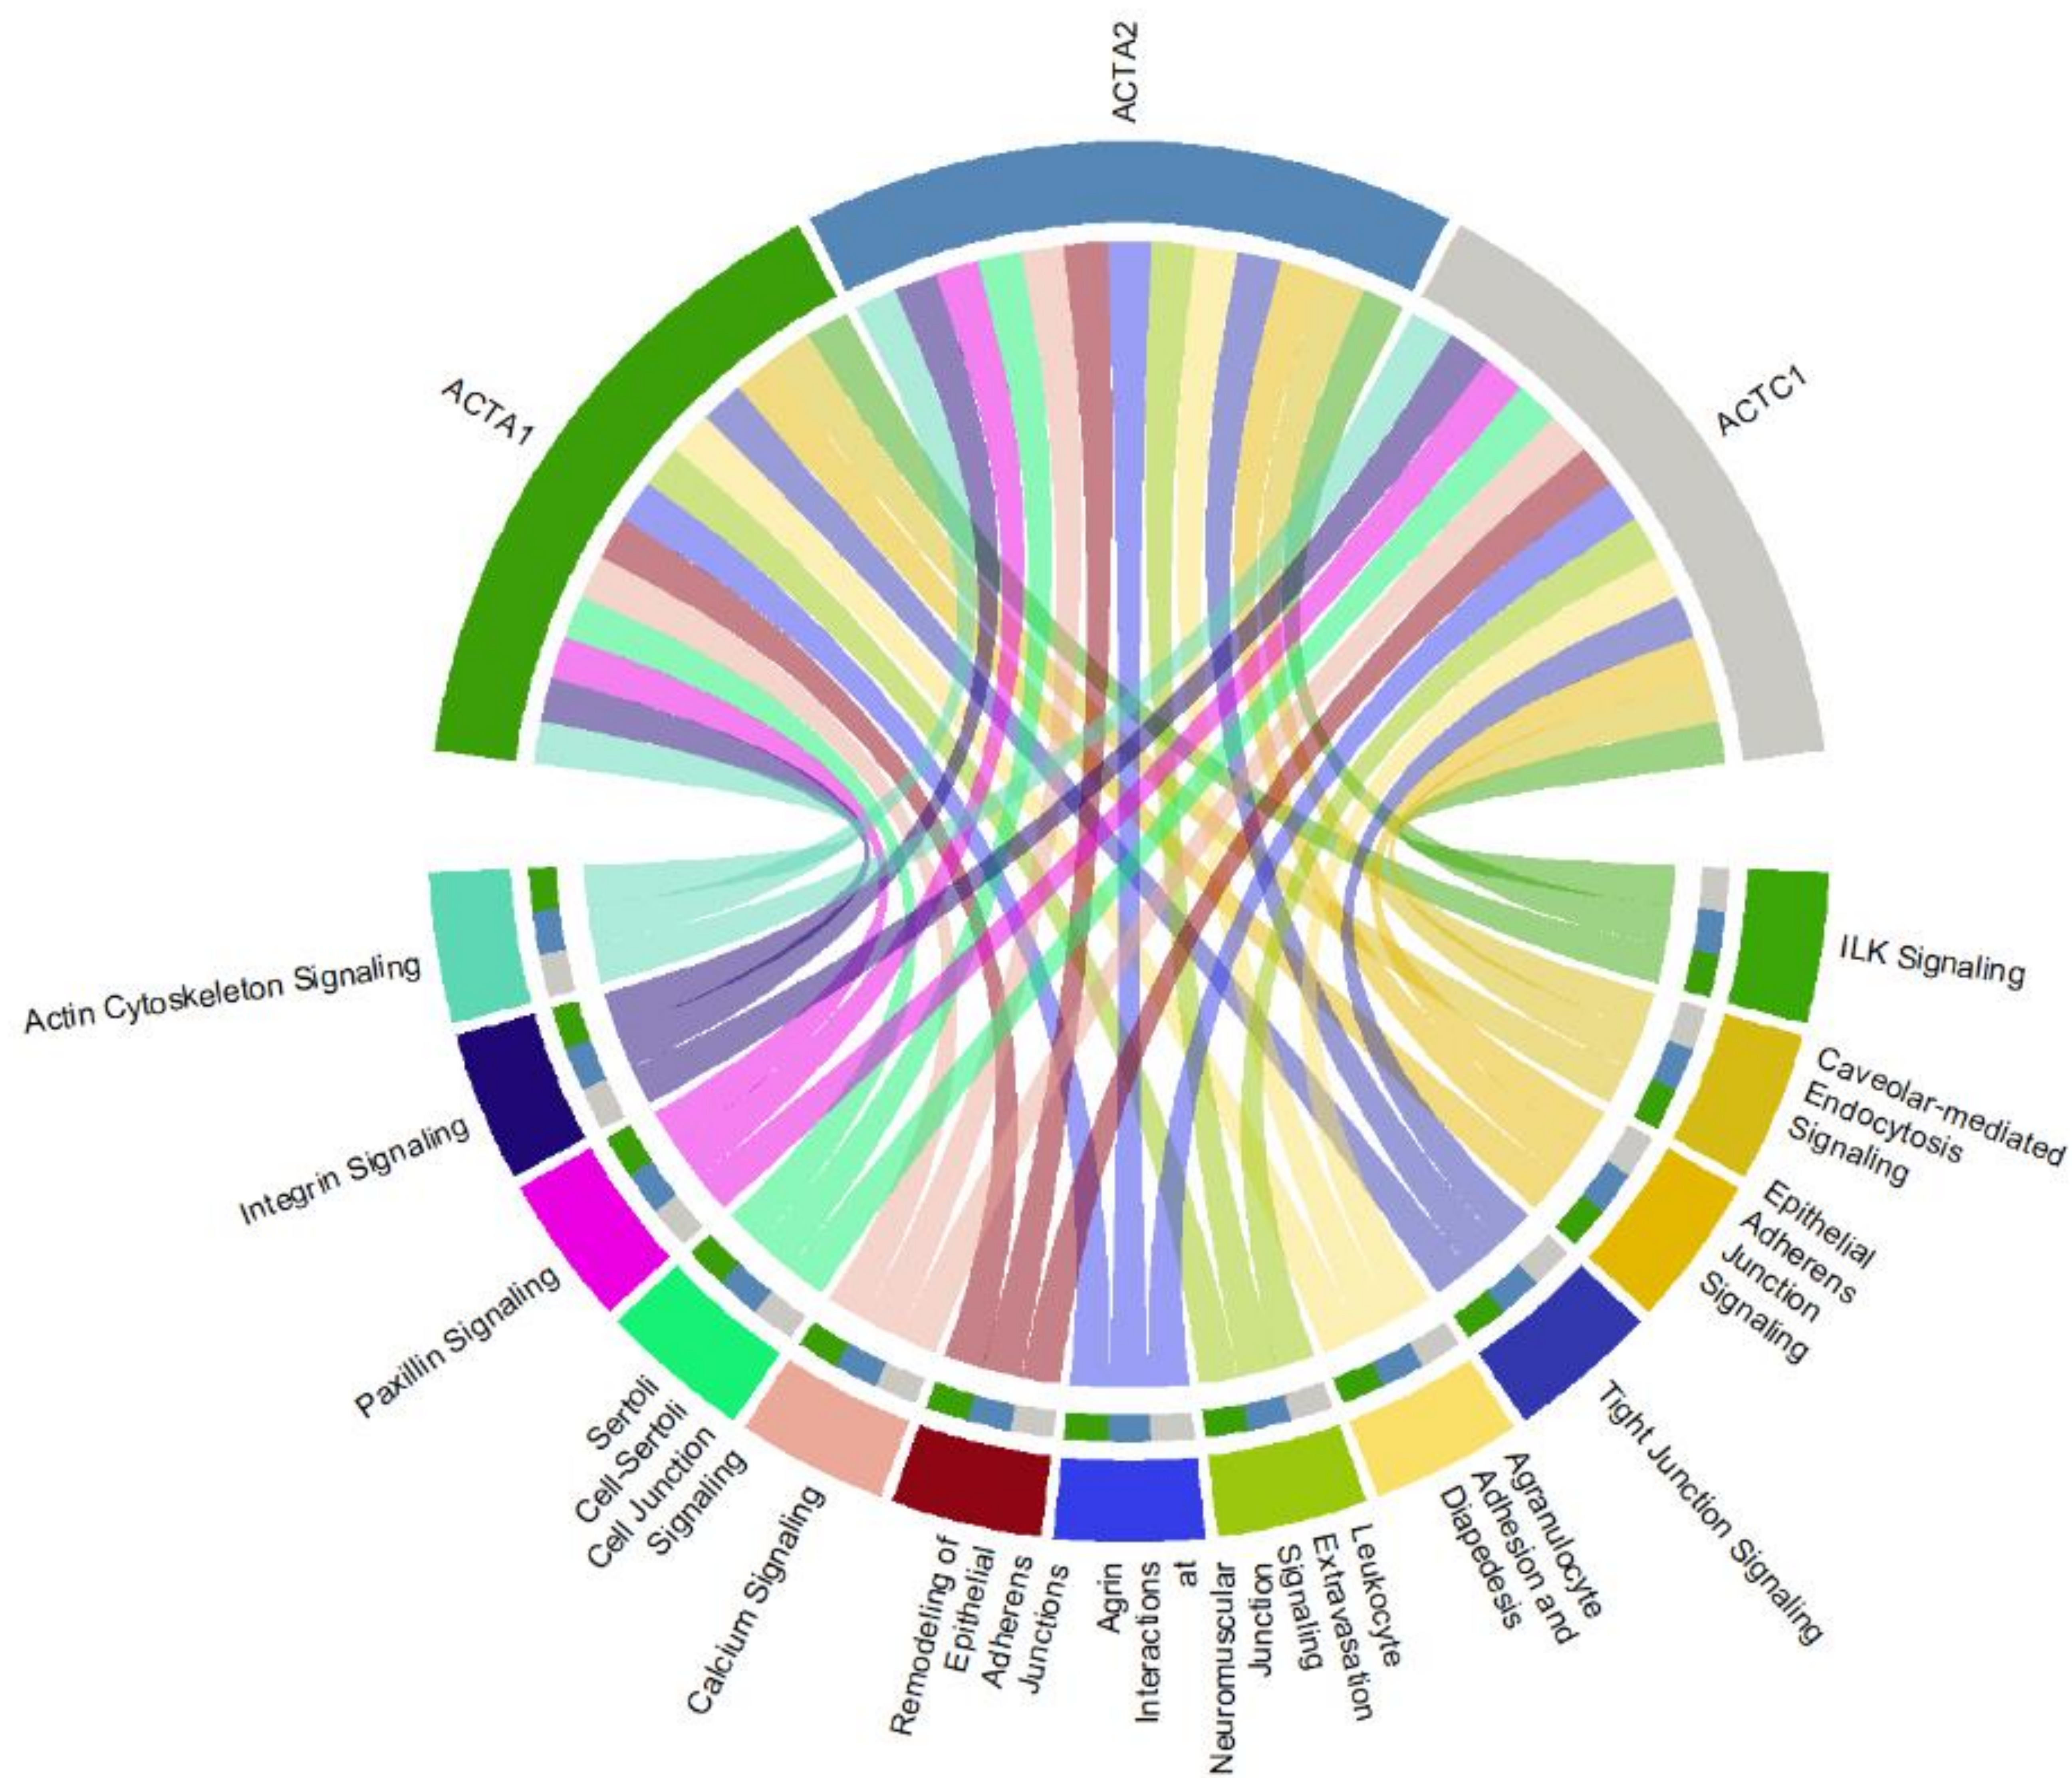

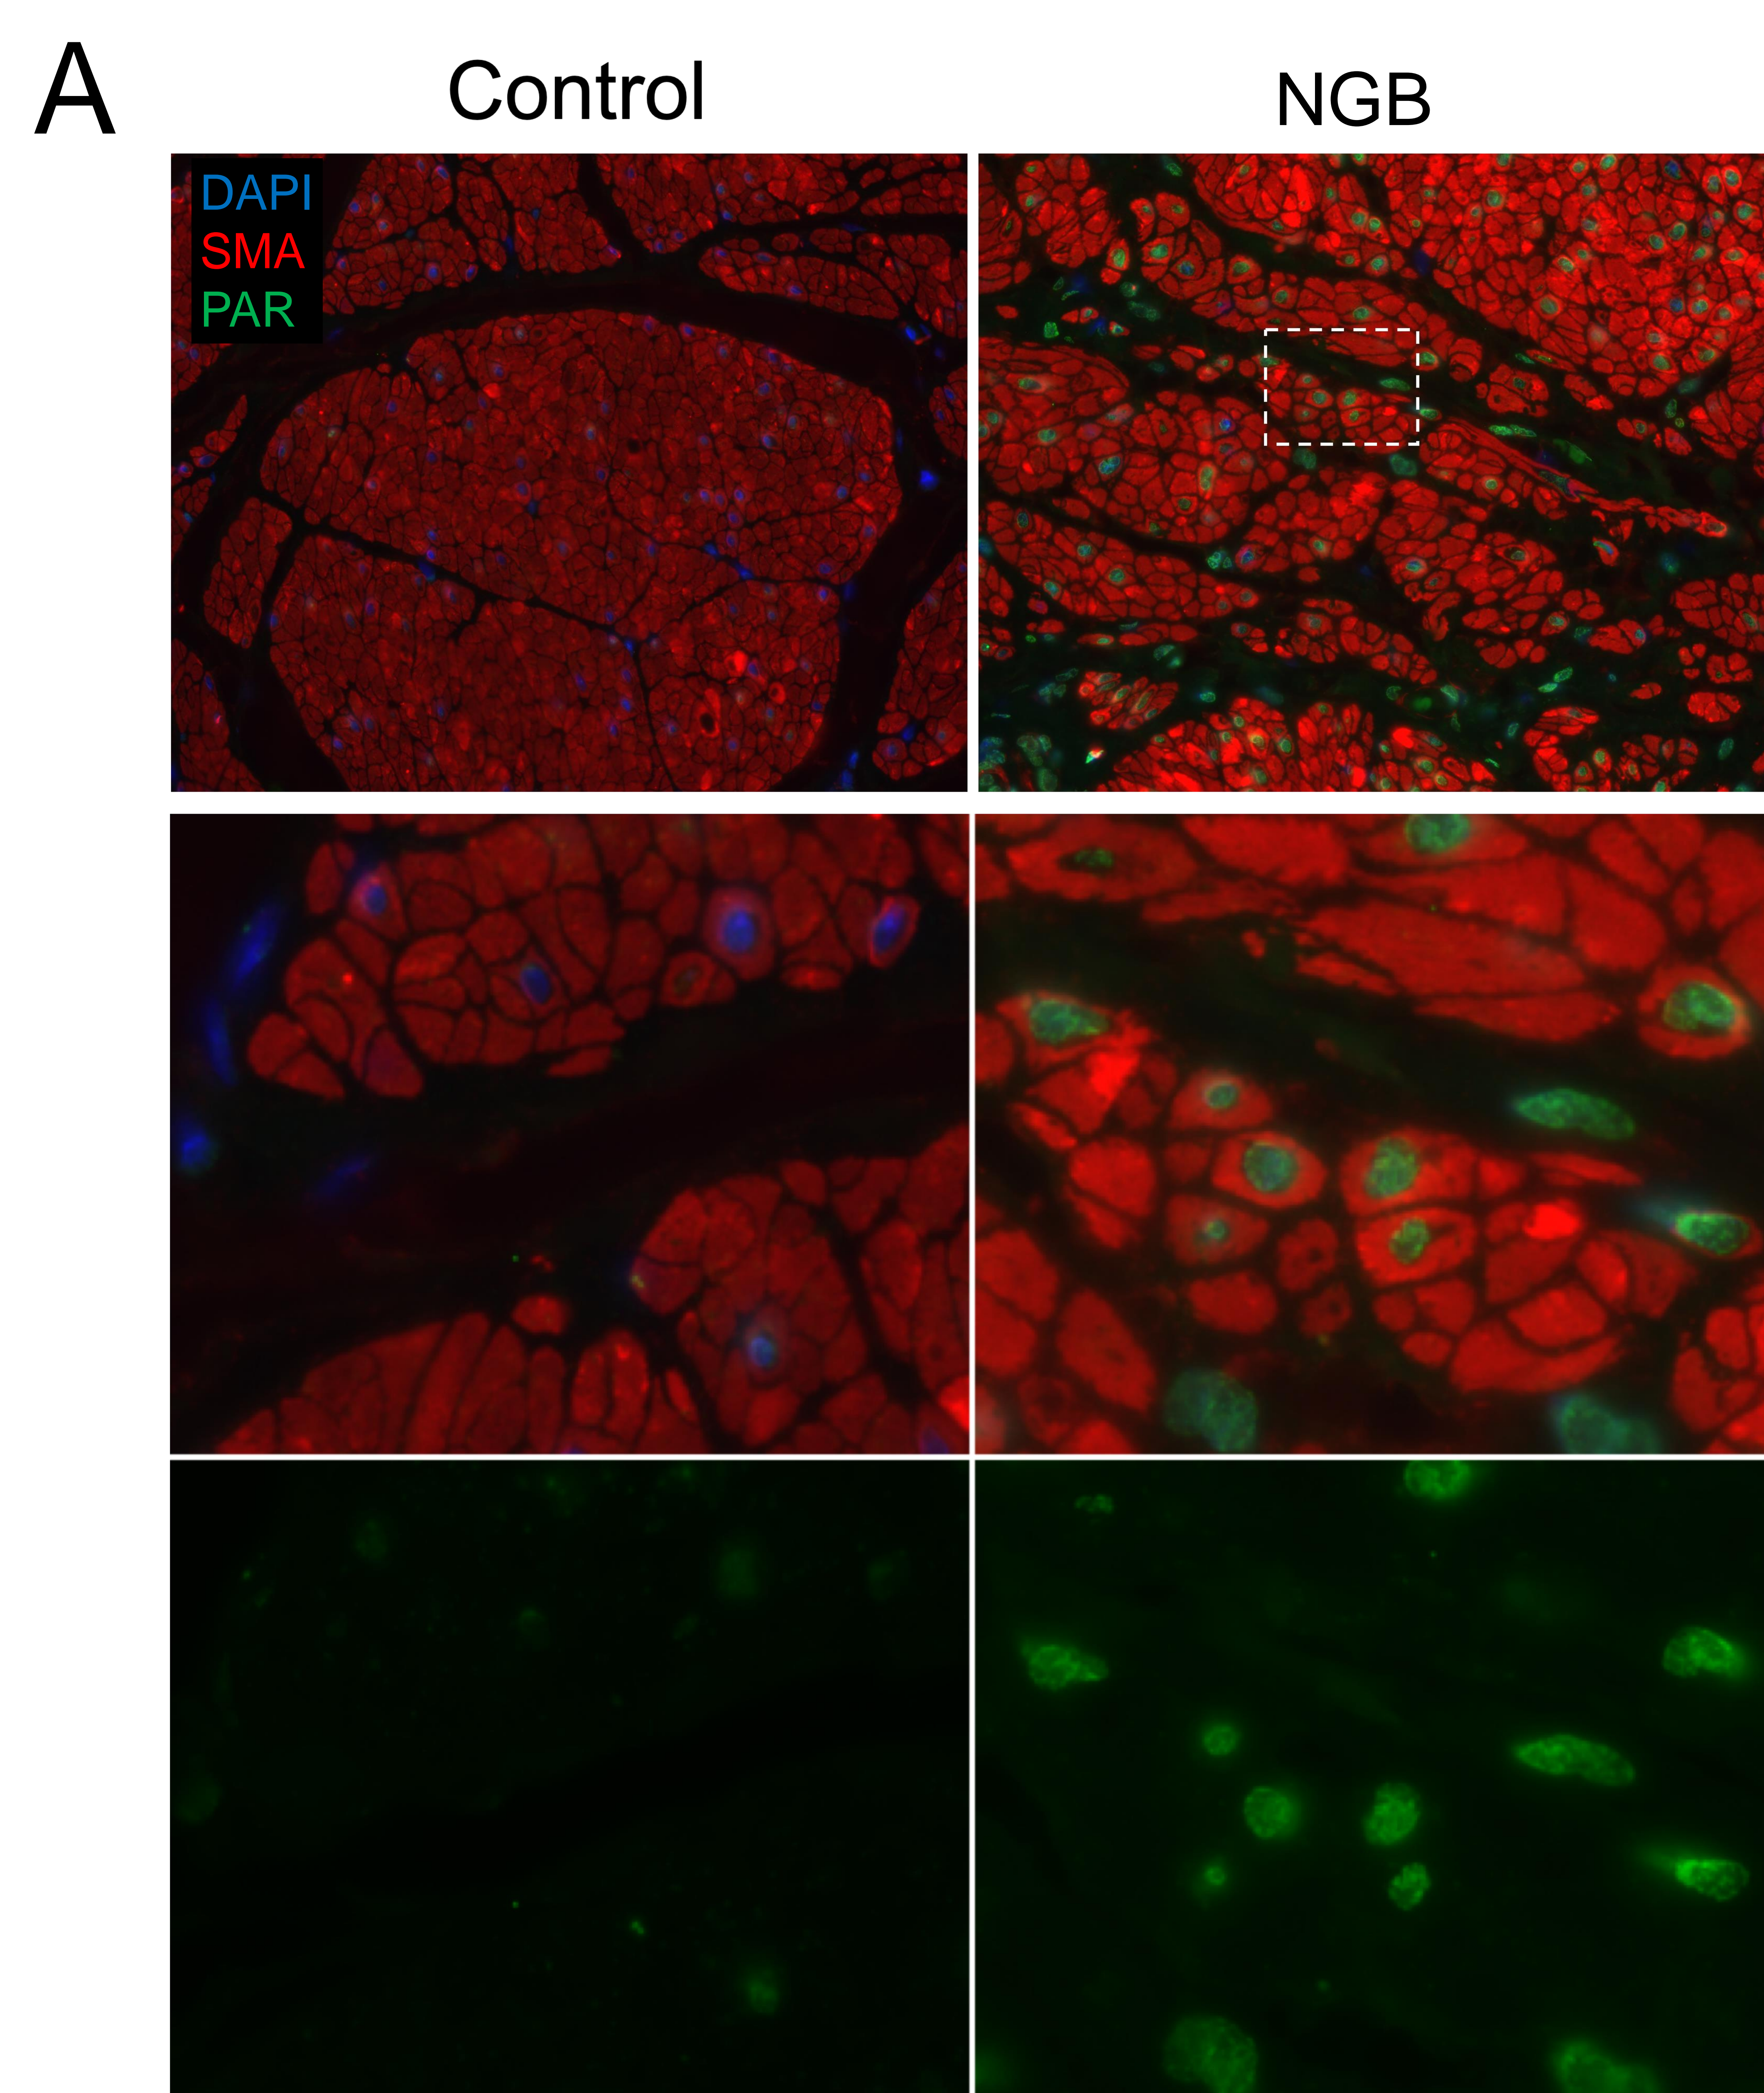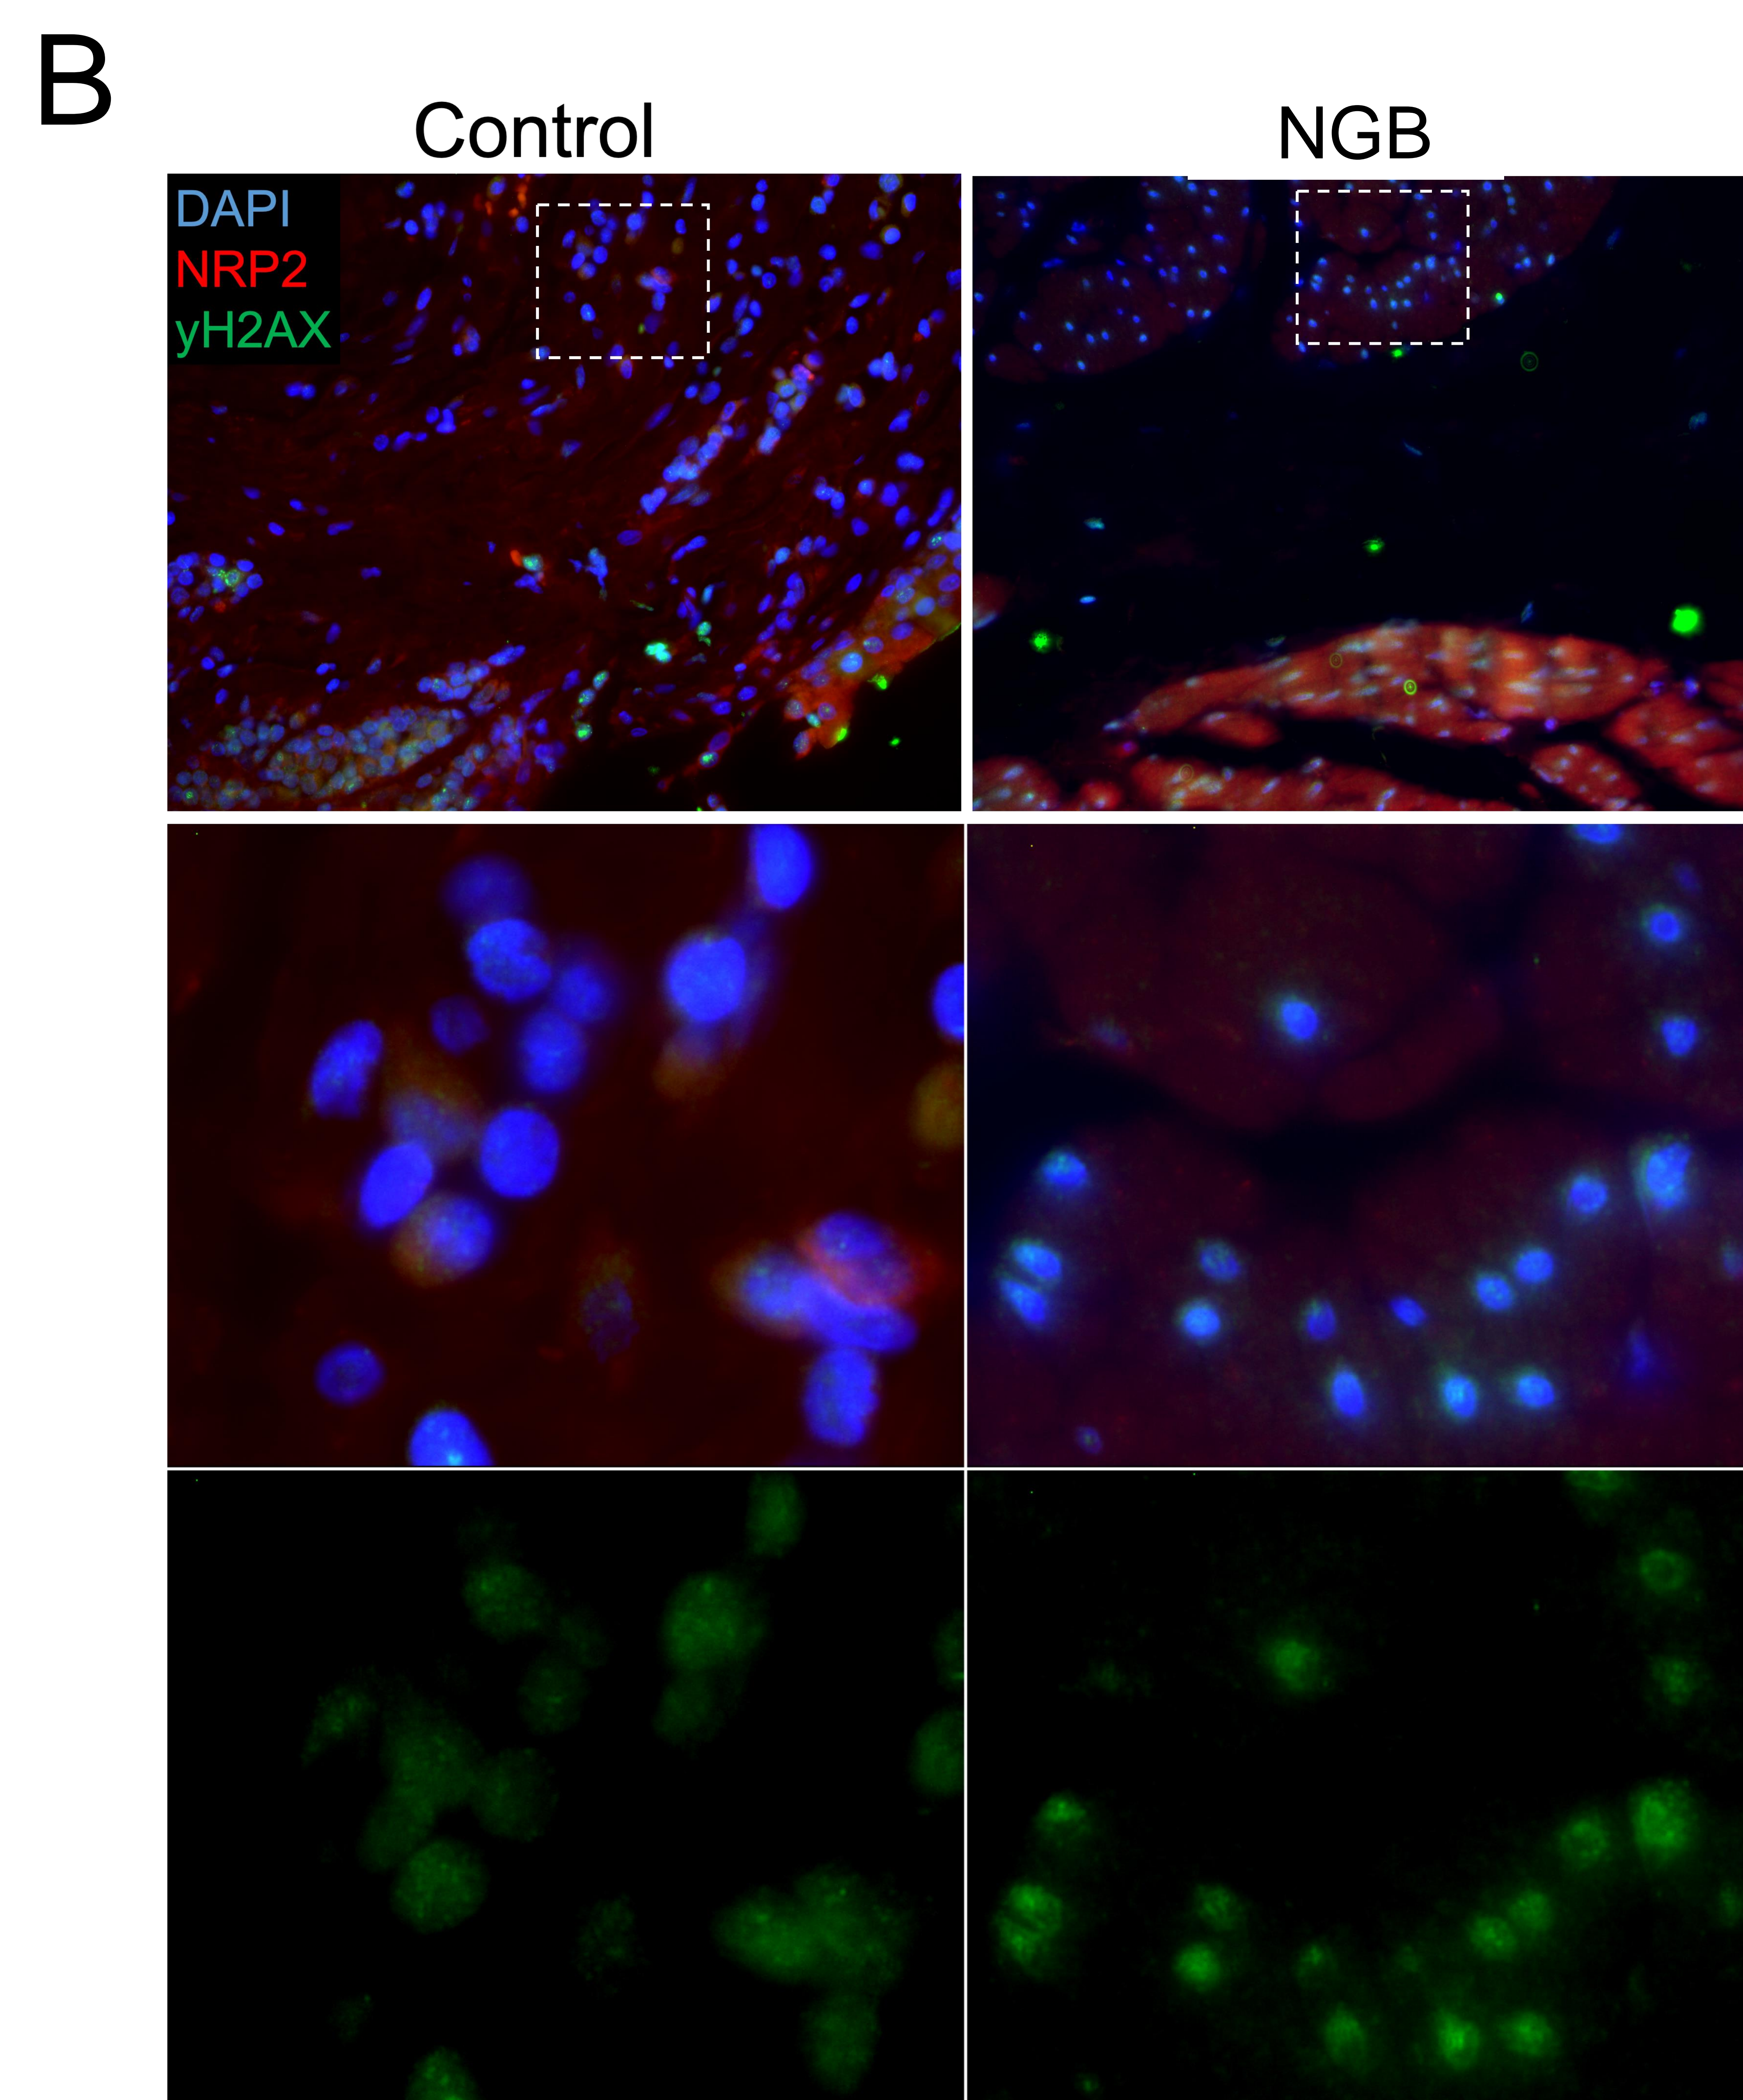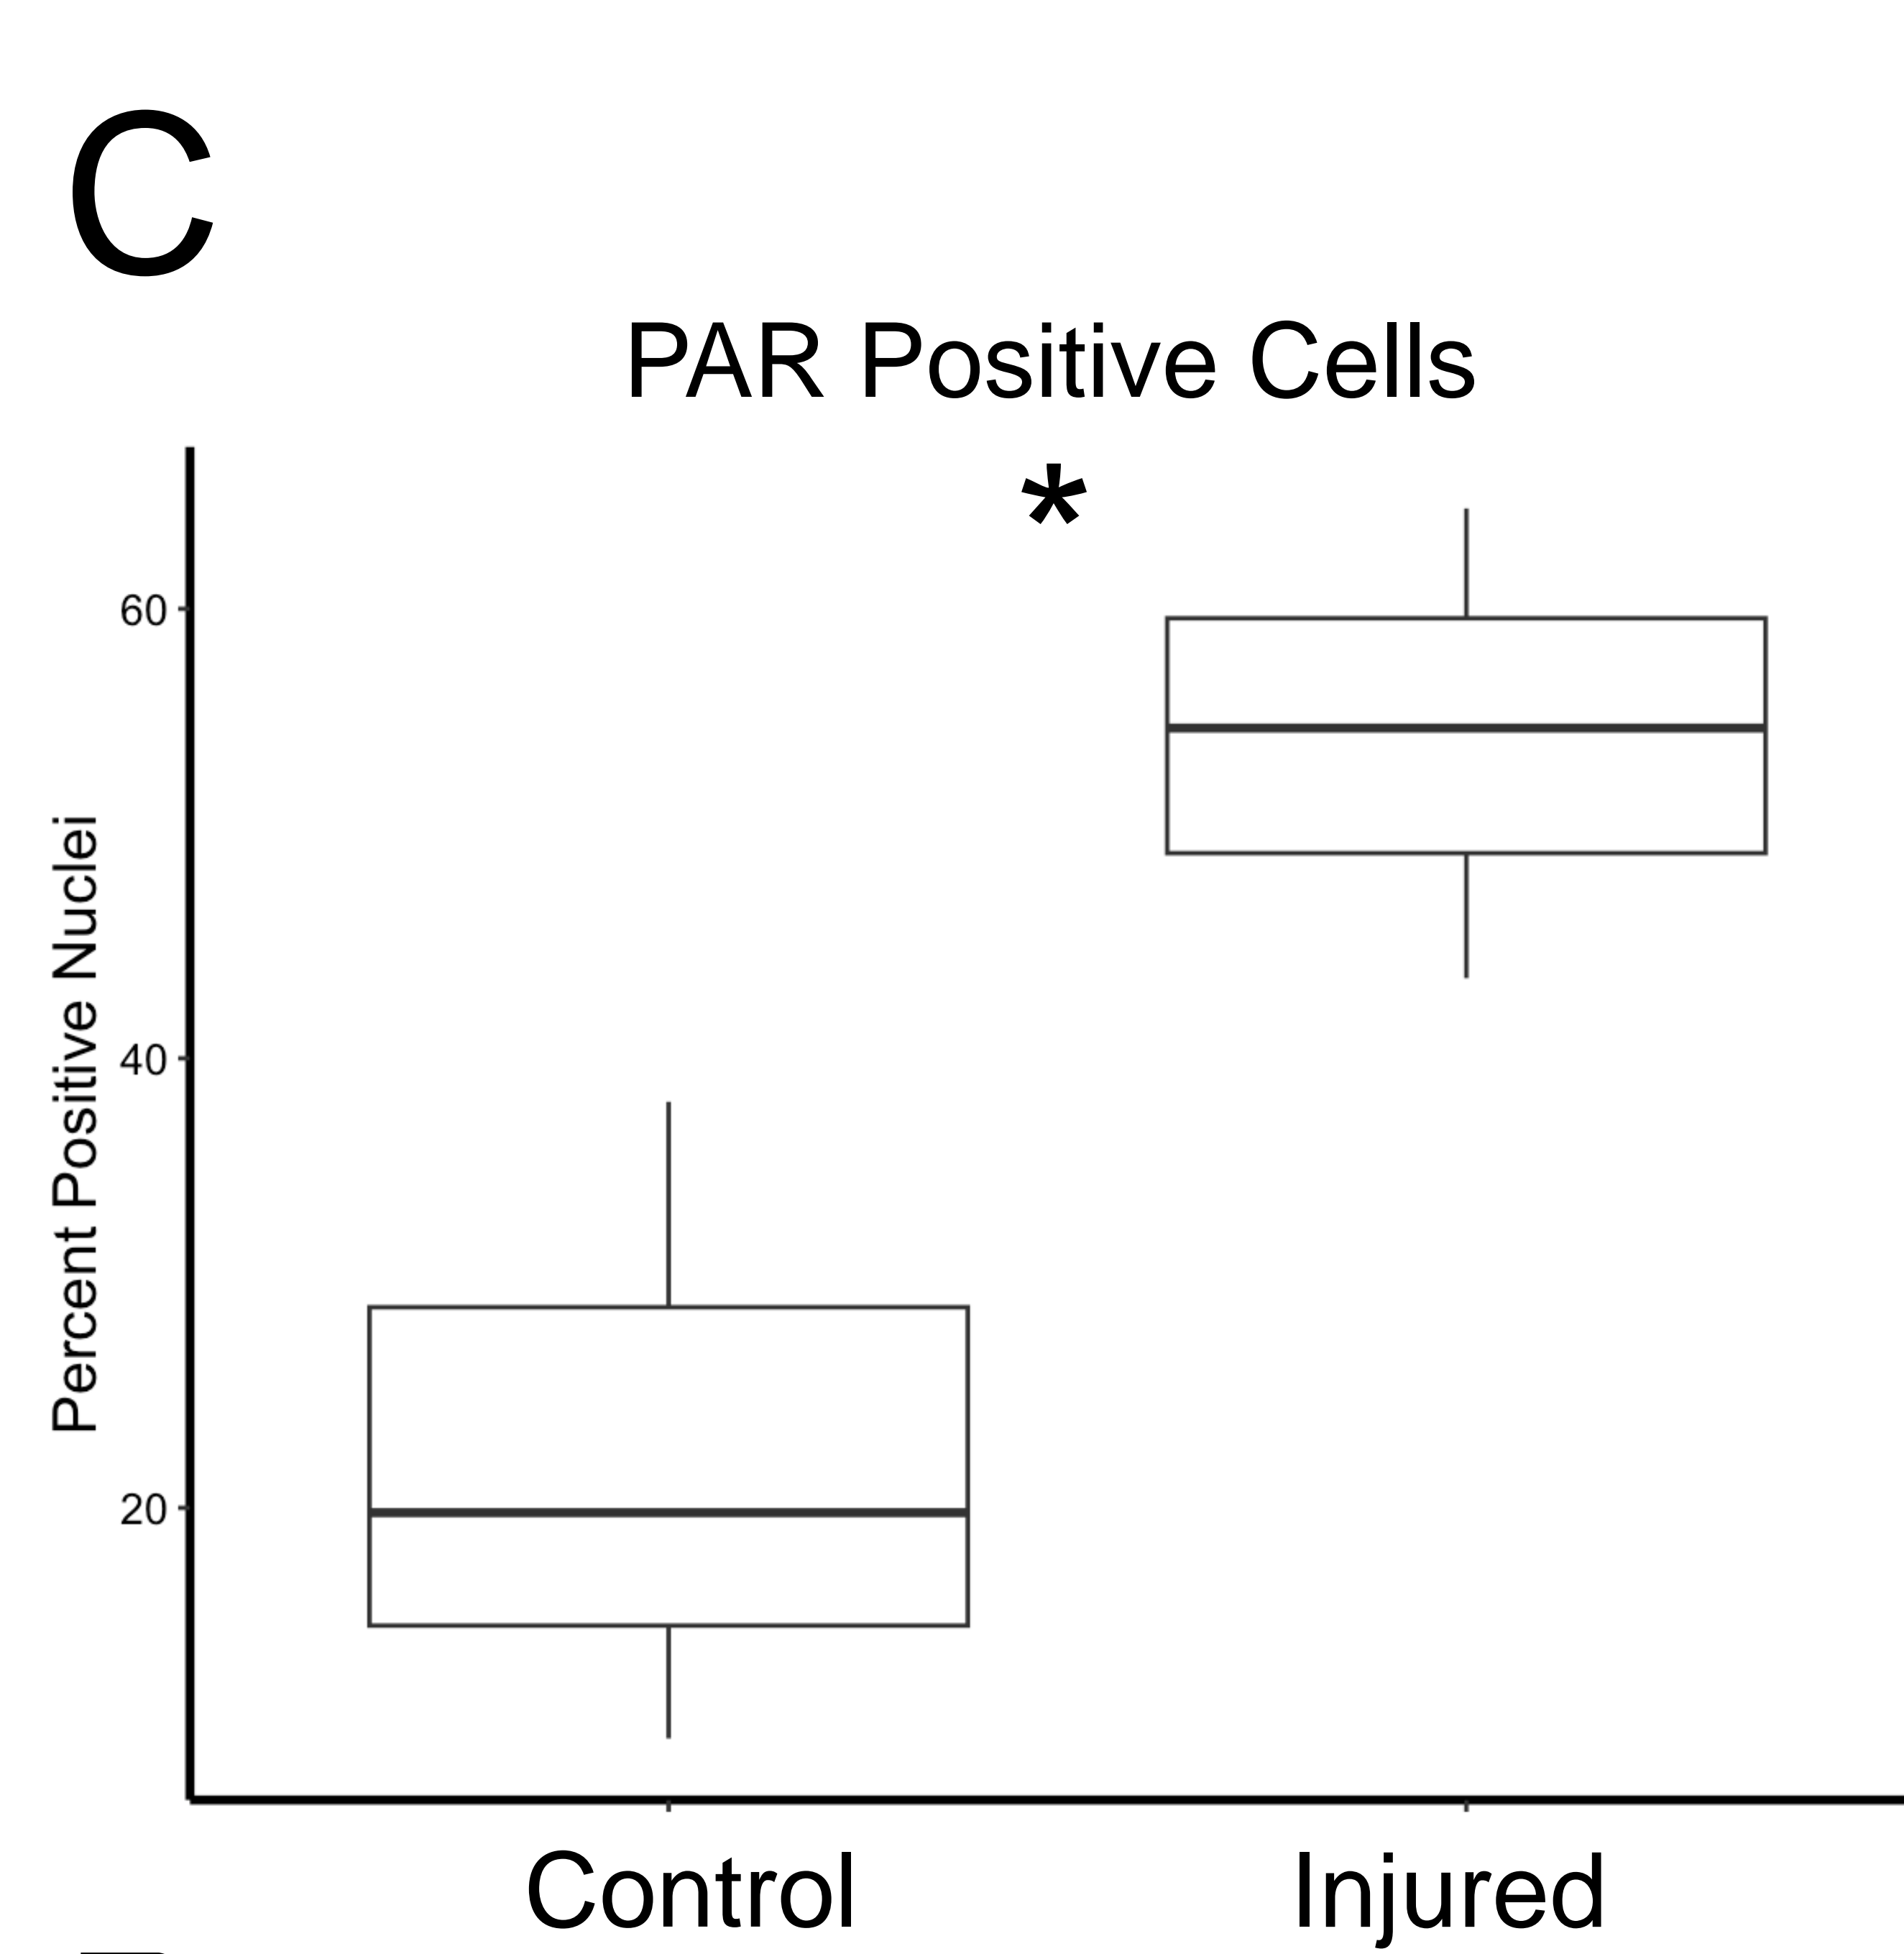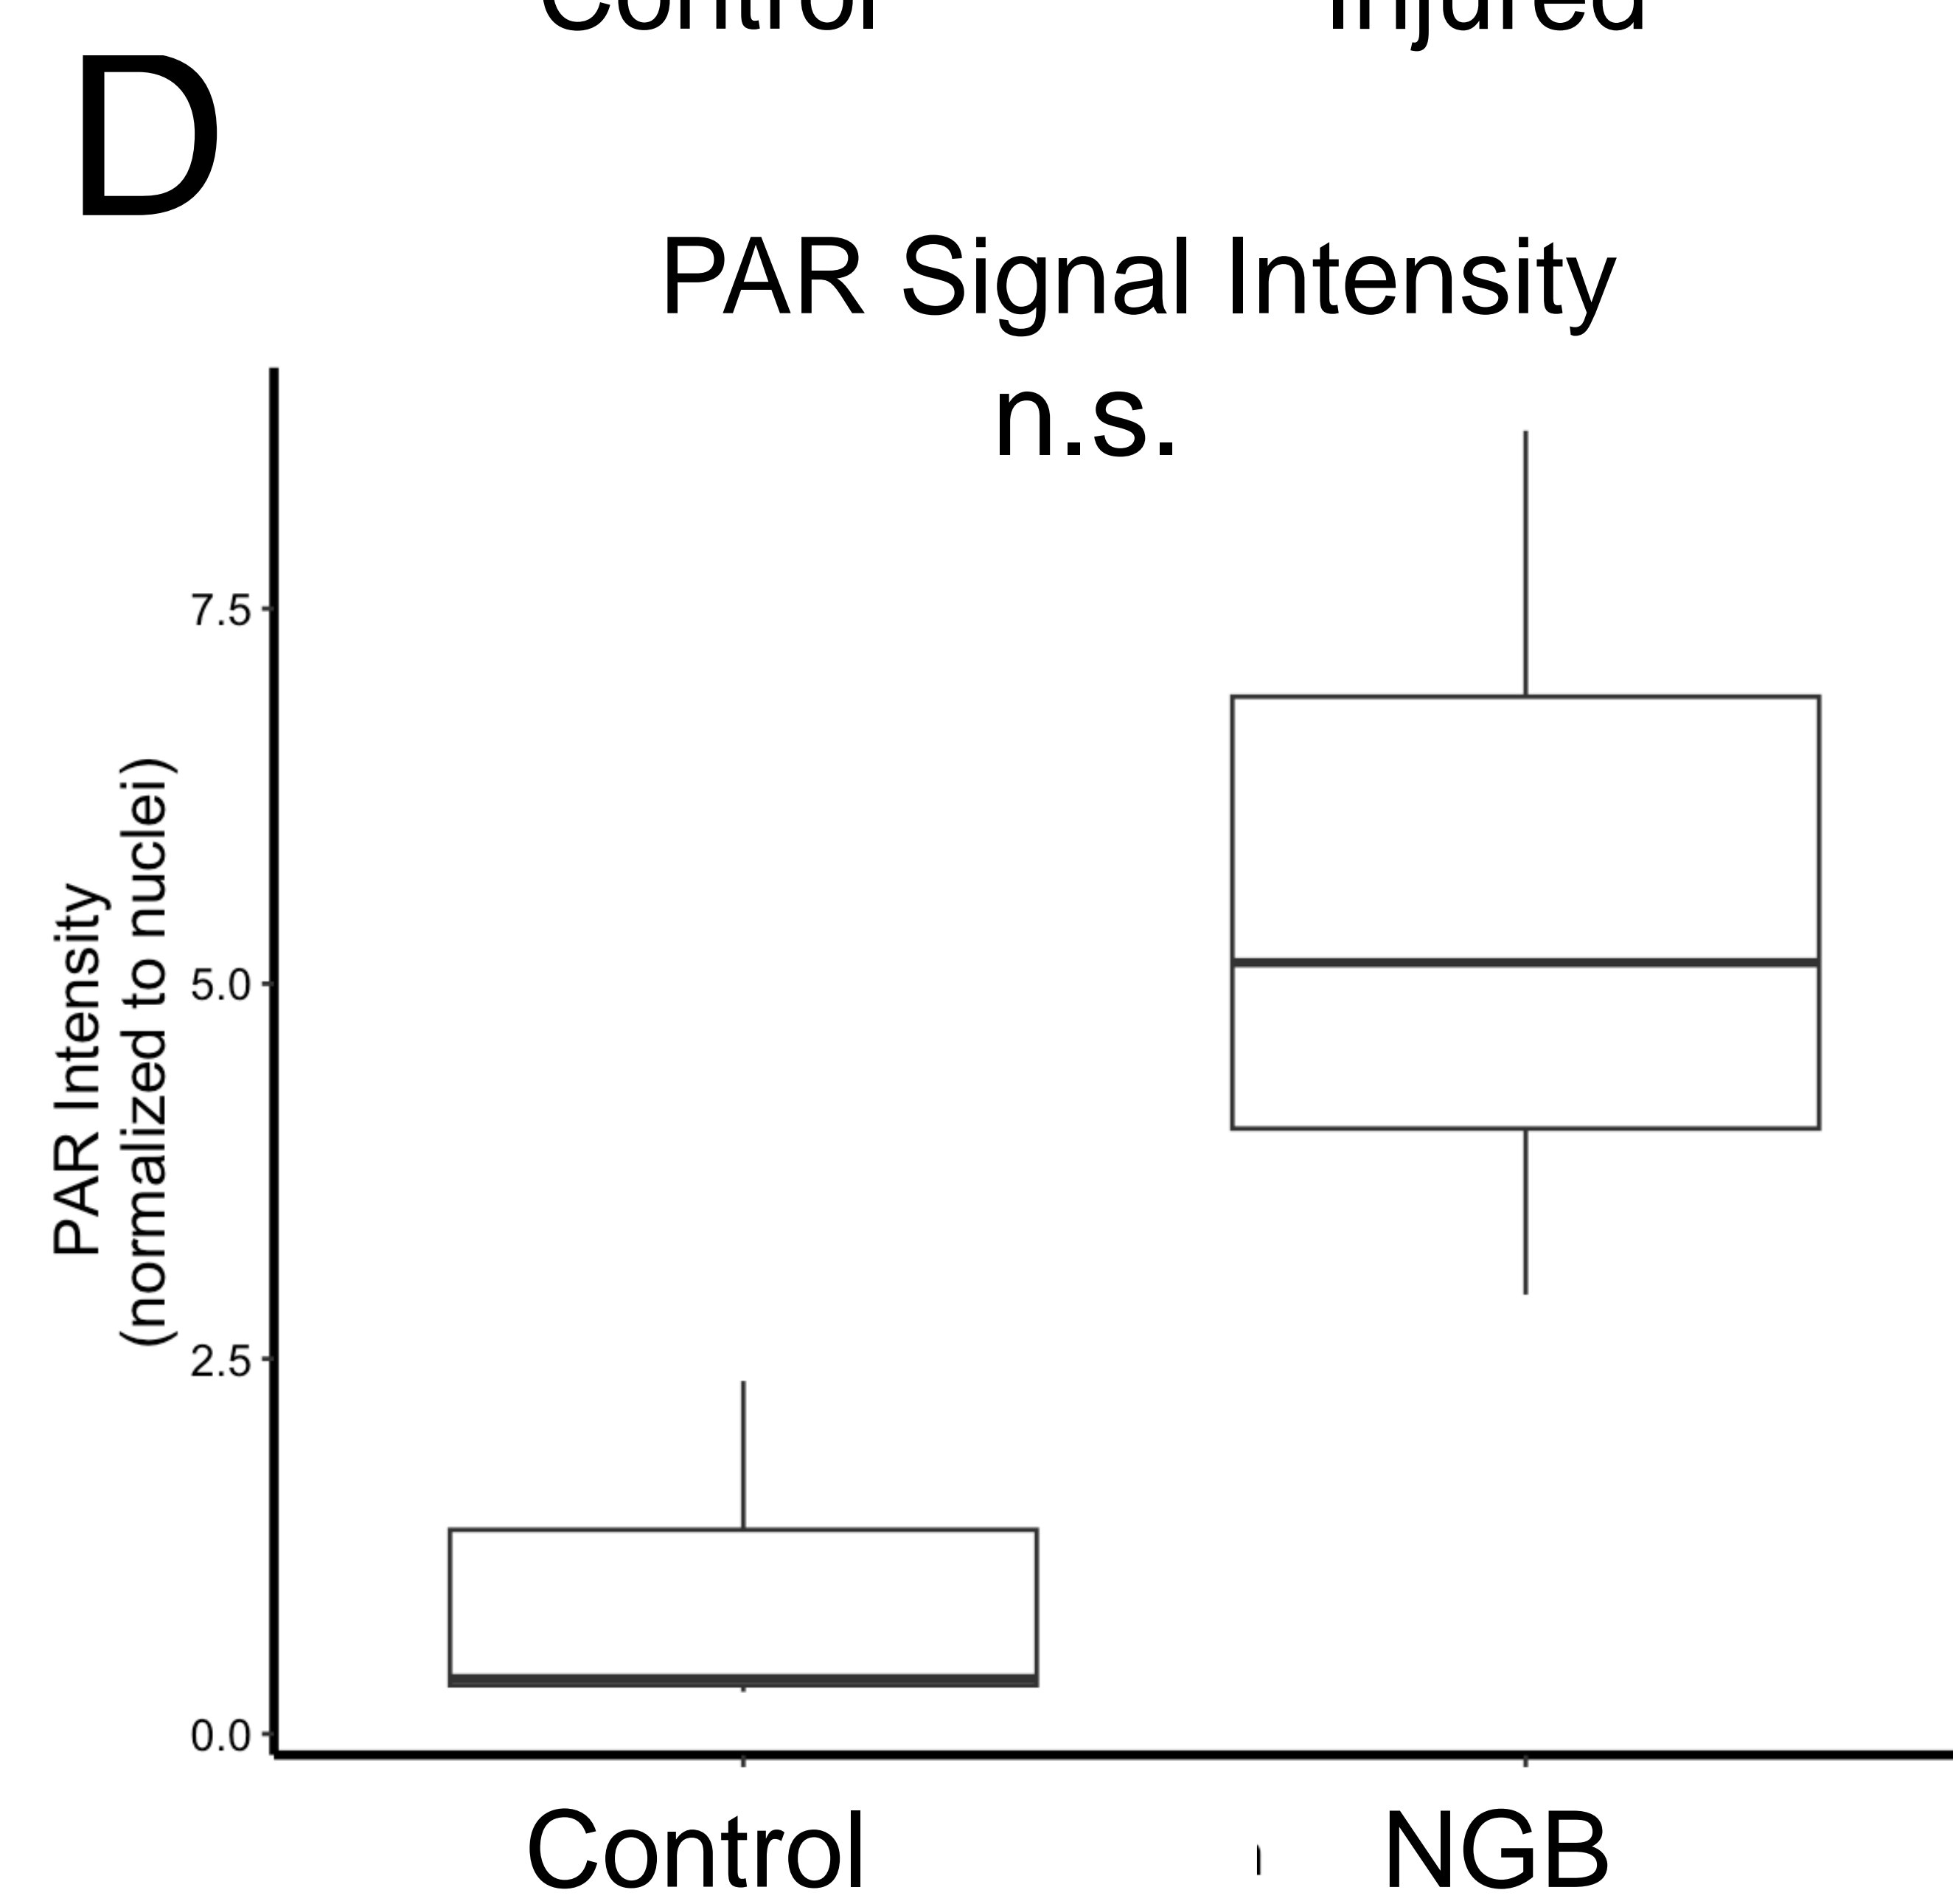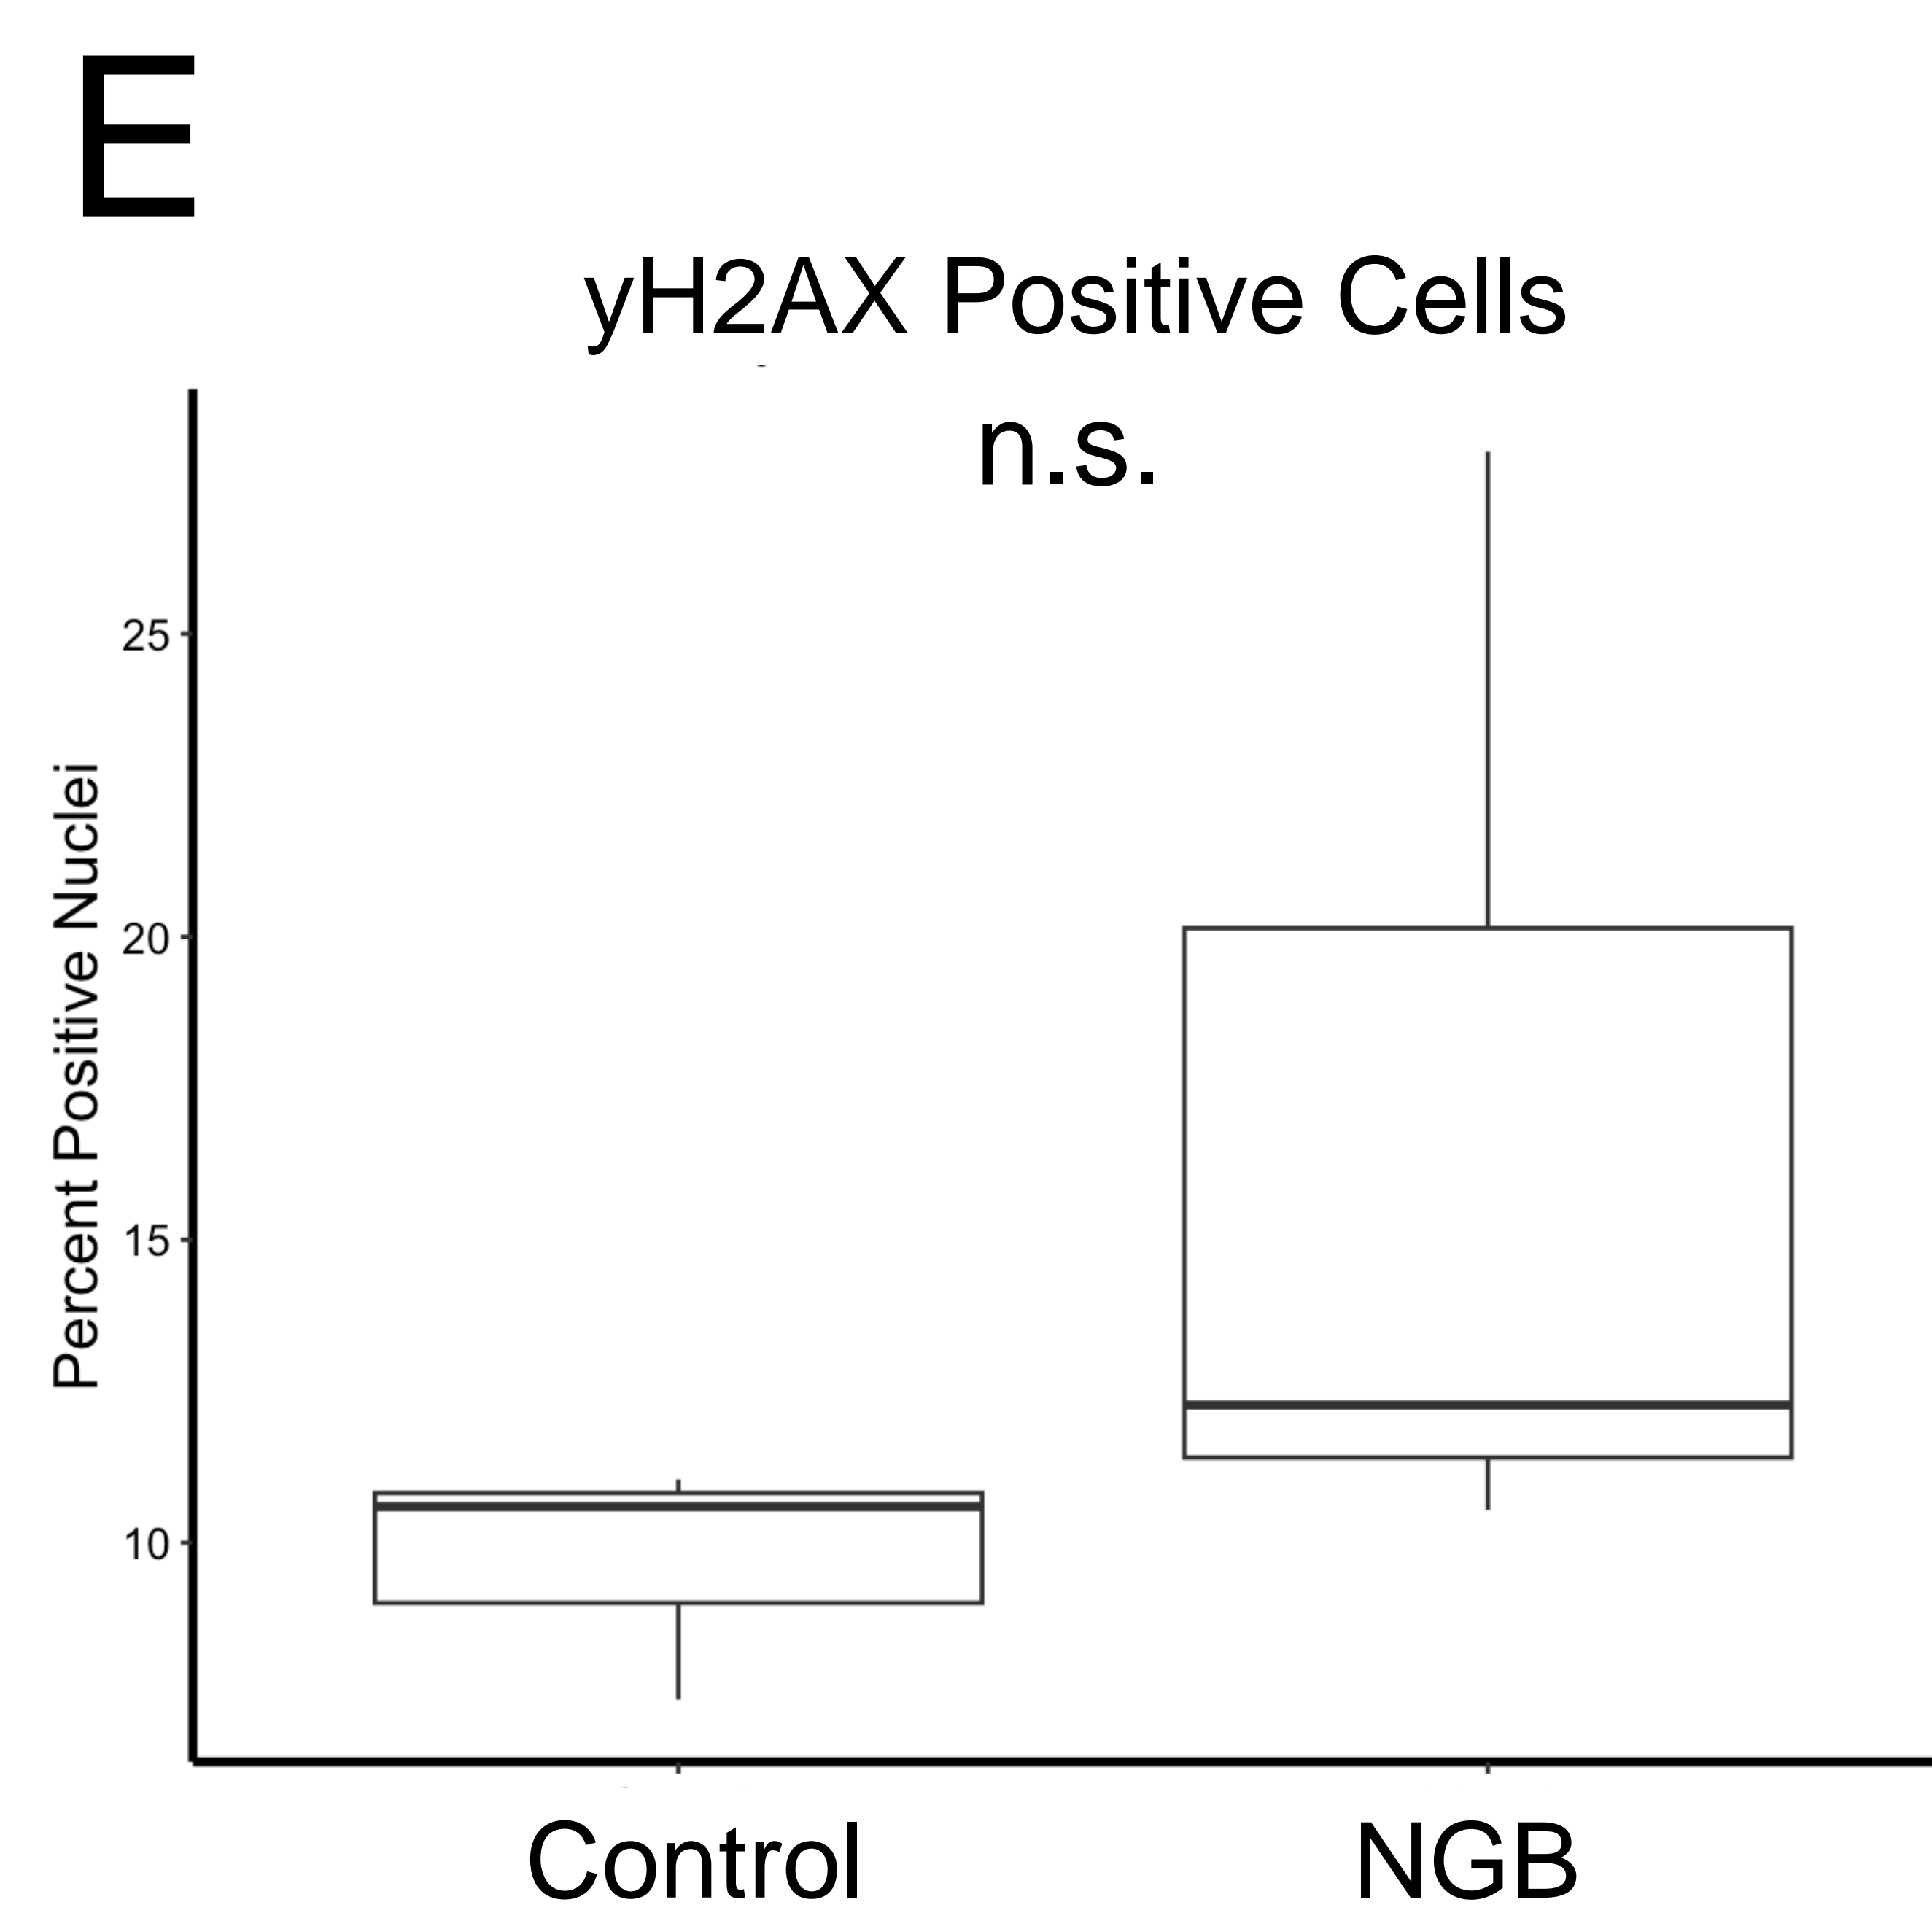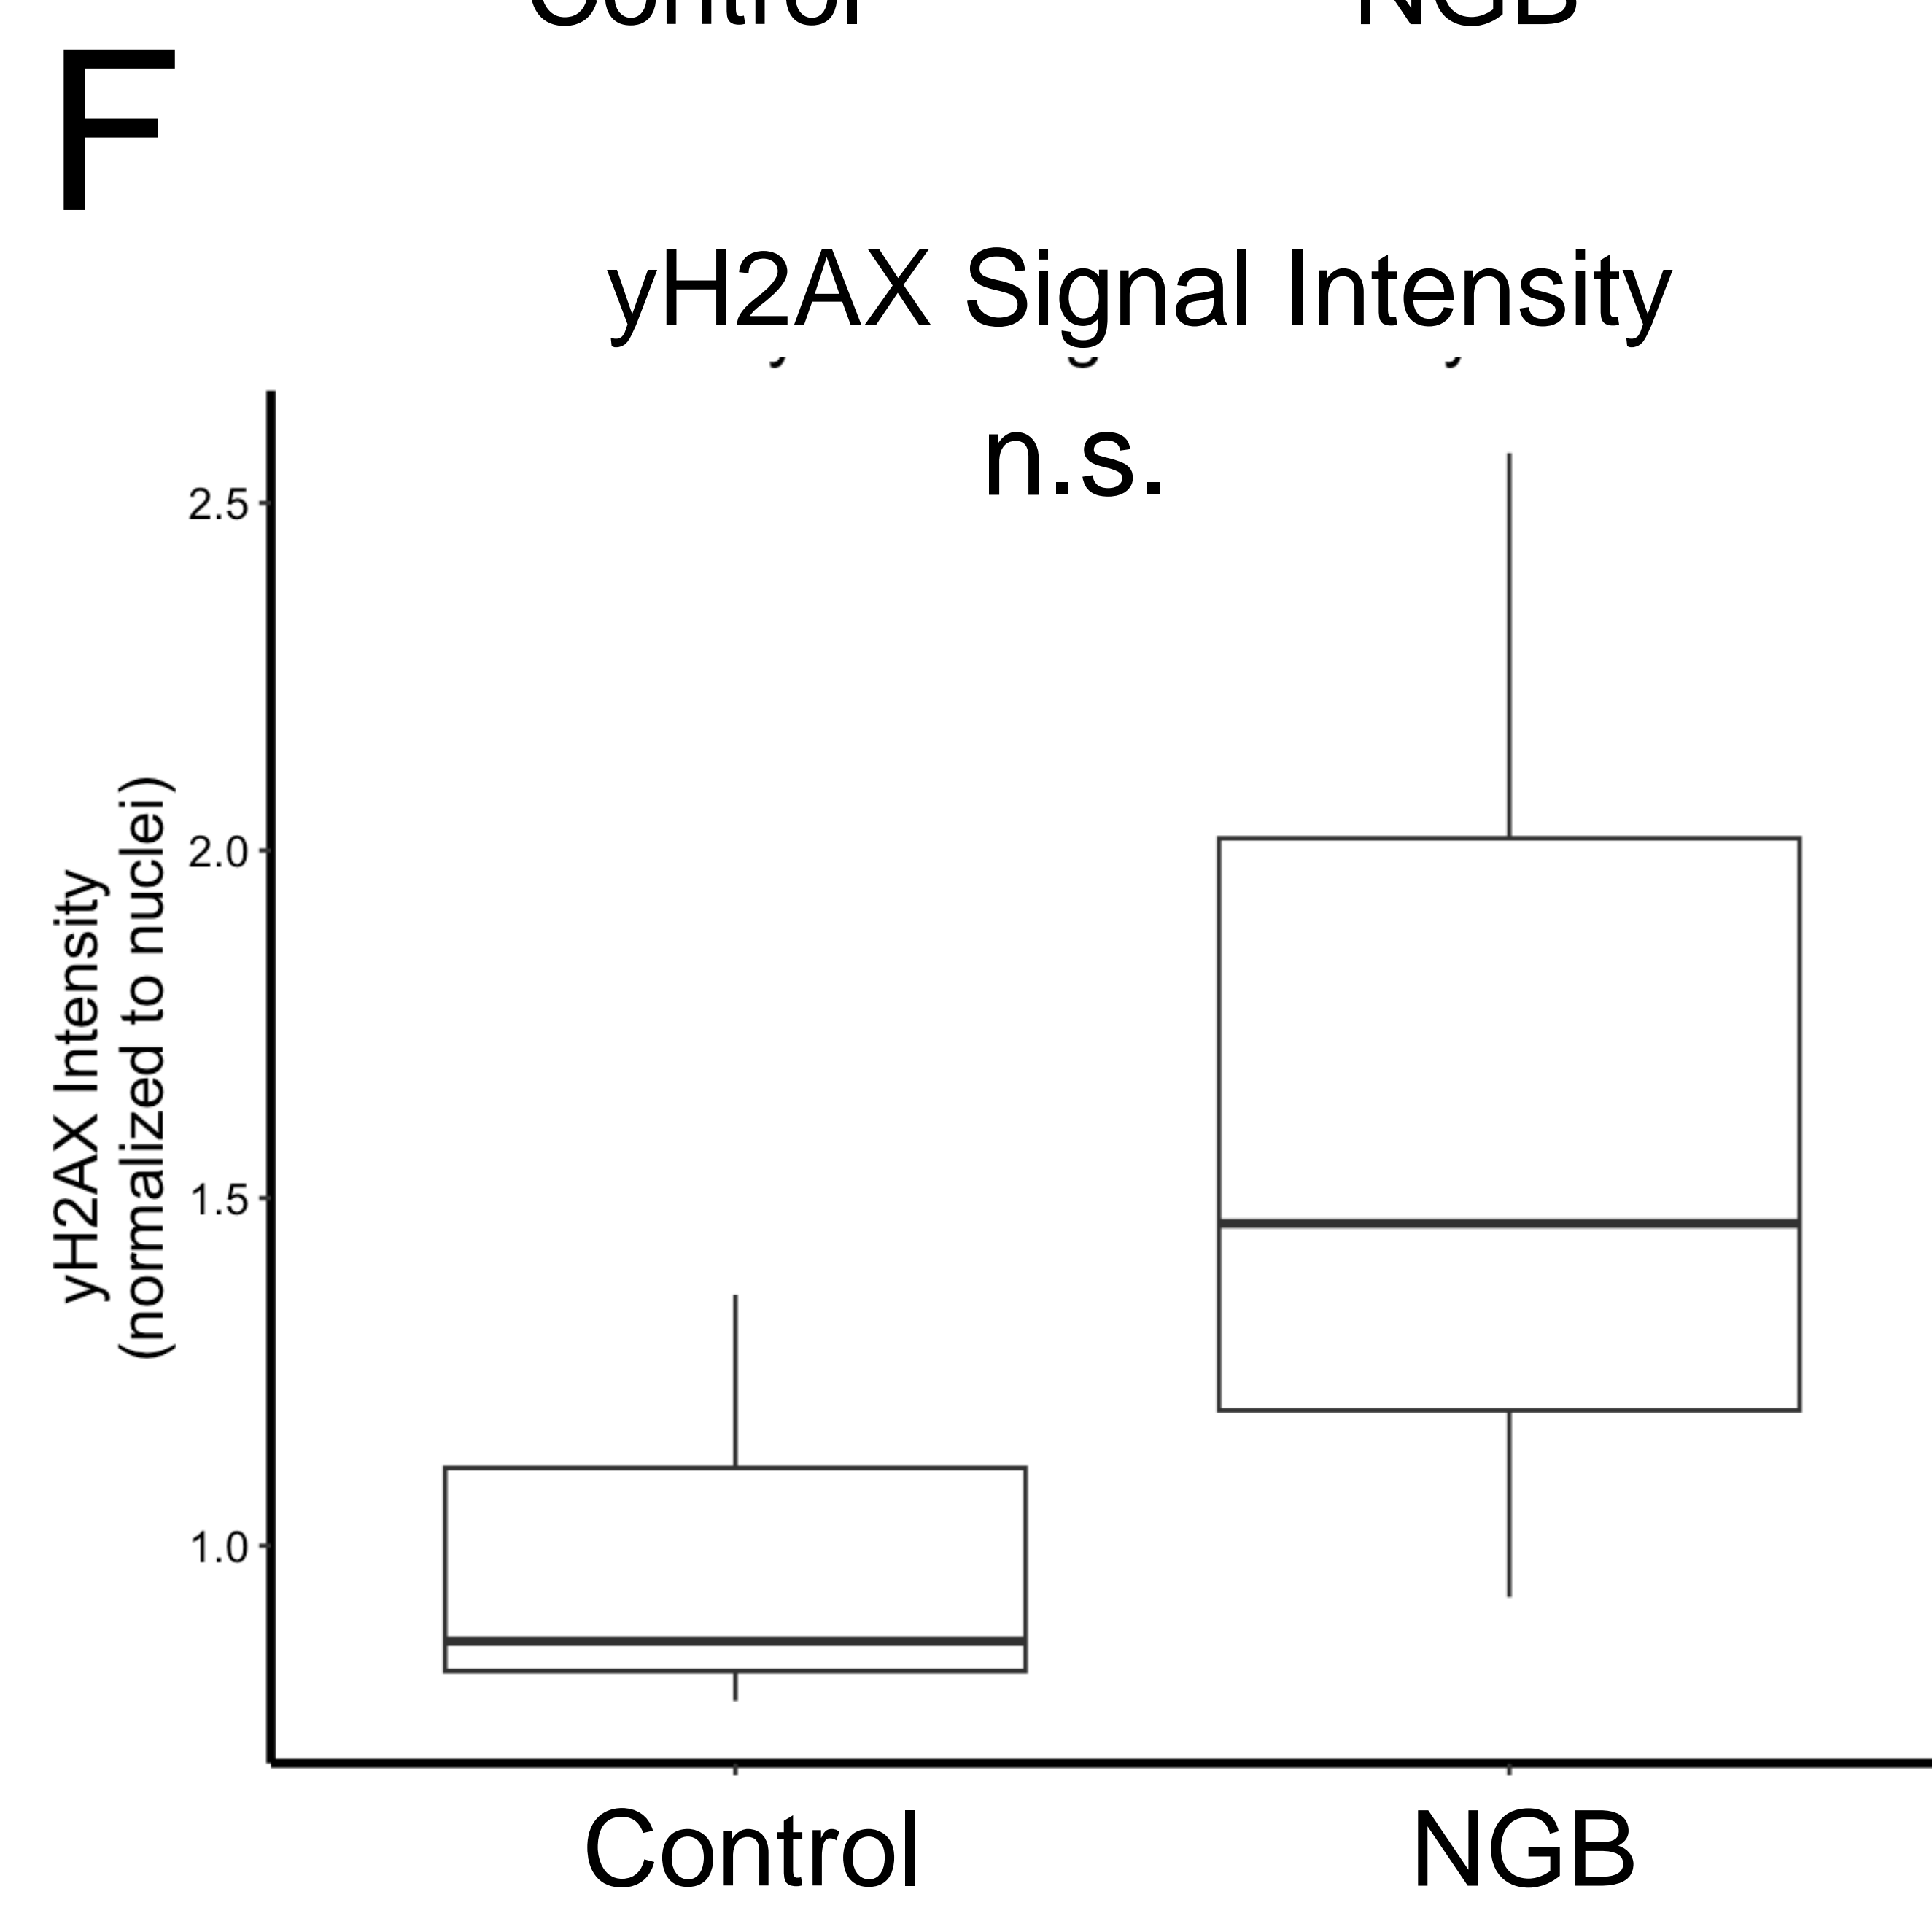

**Supplementary Figure 12**

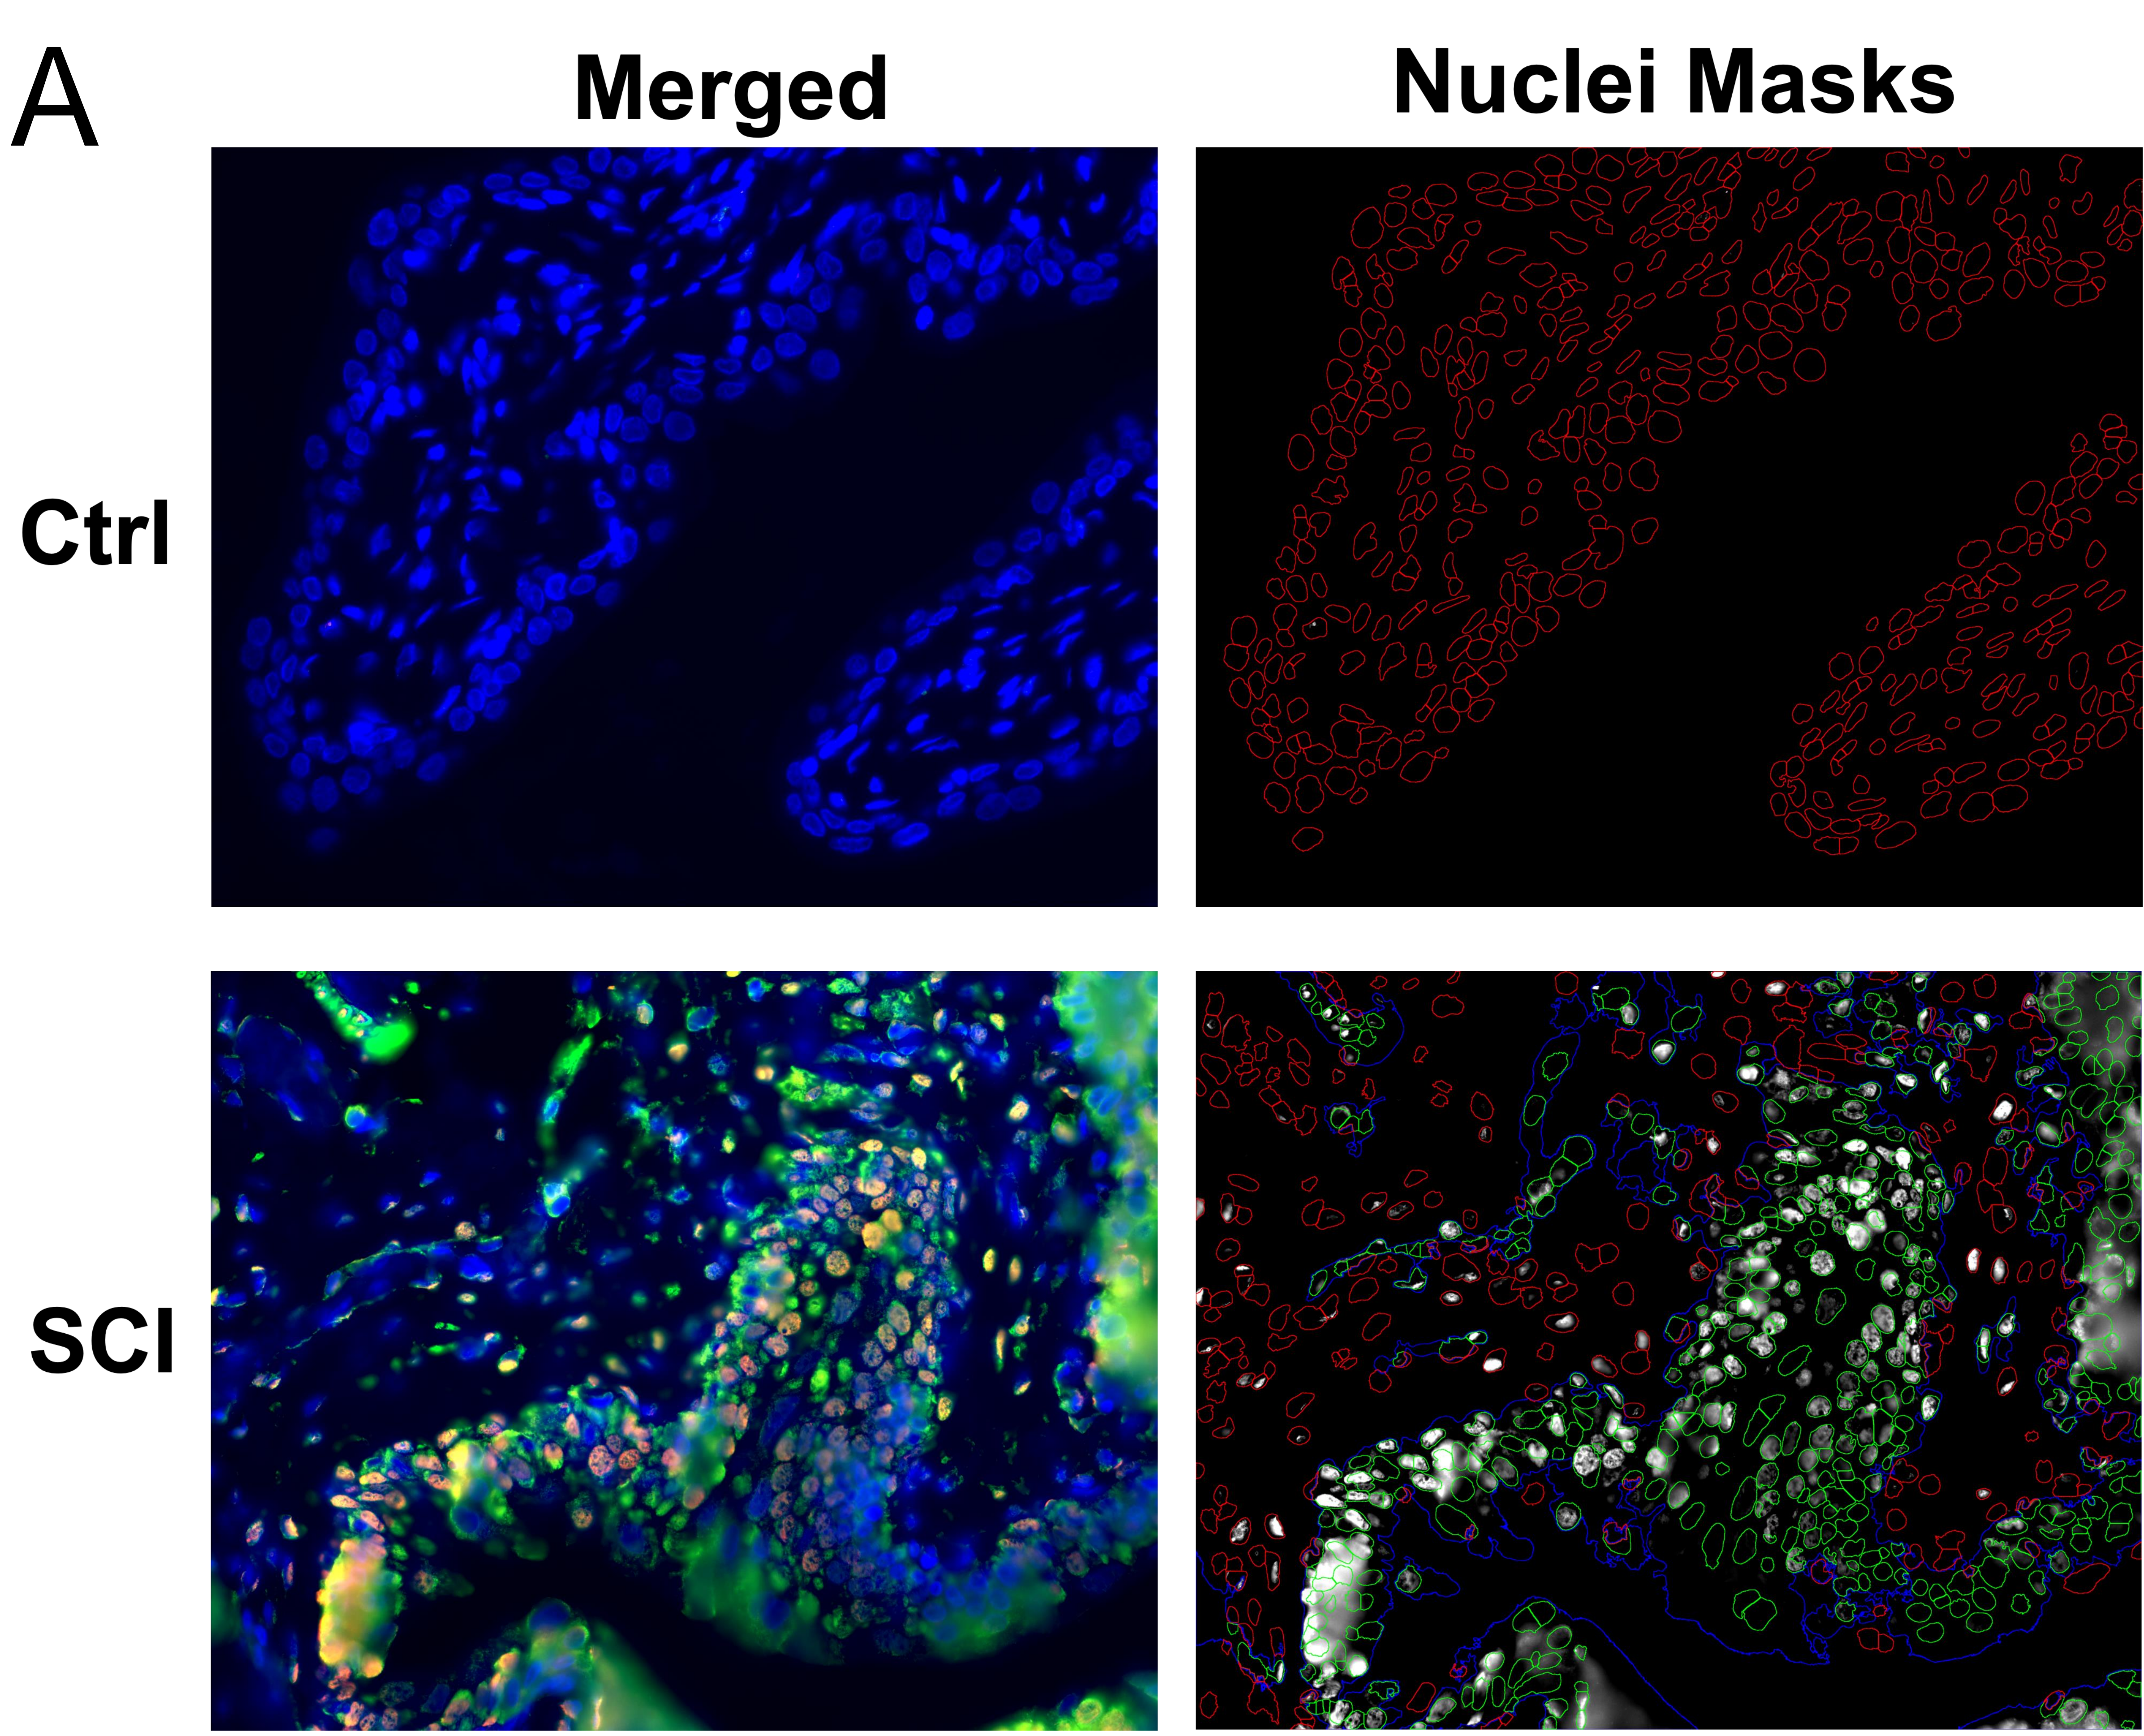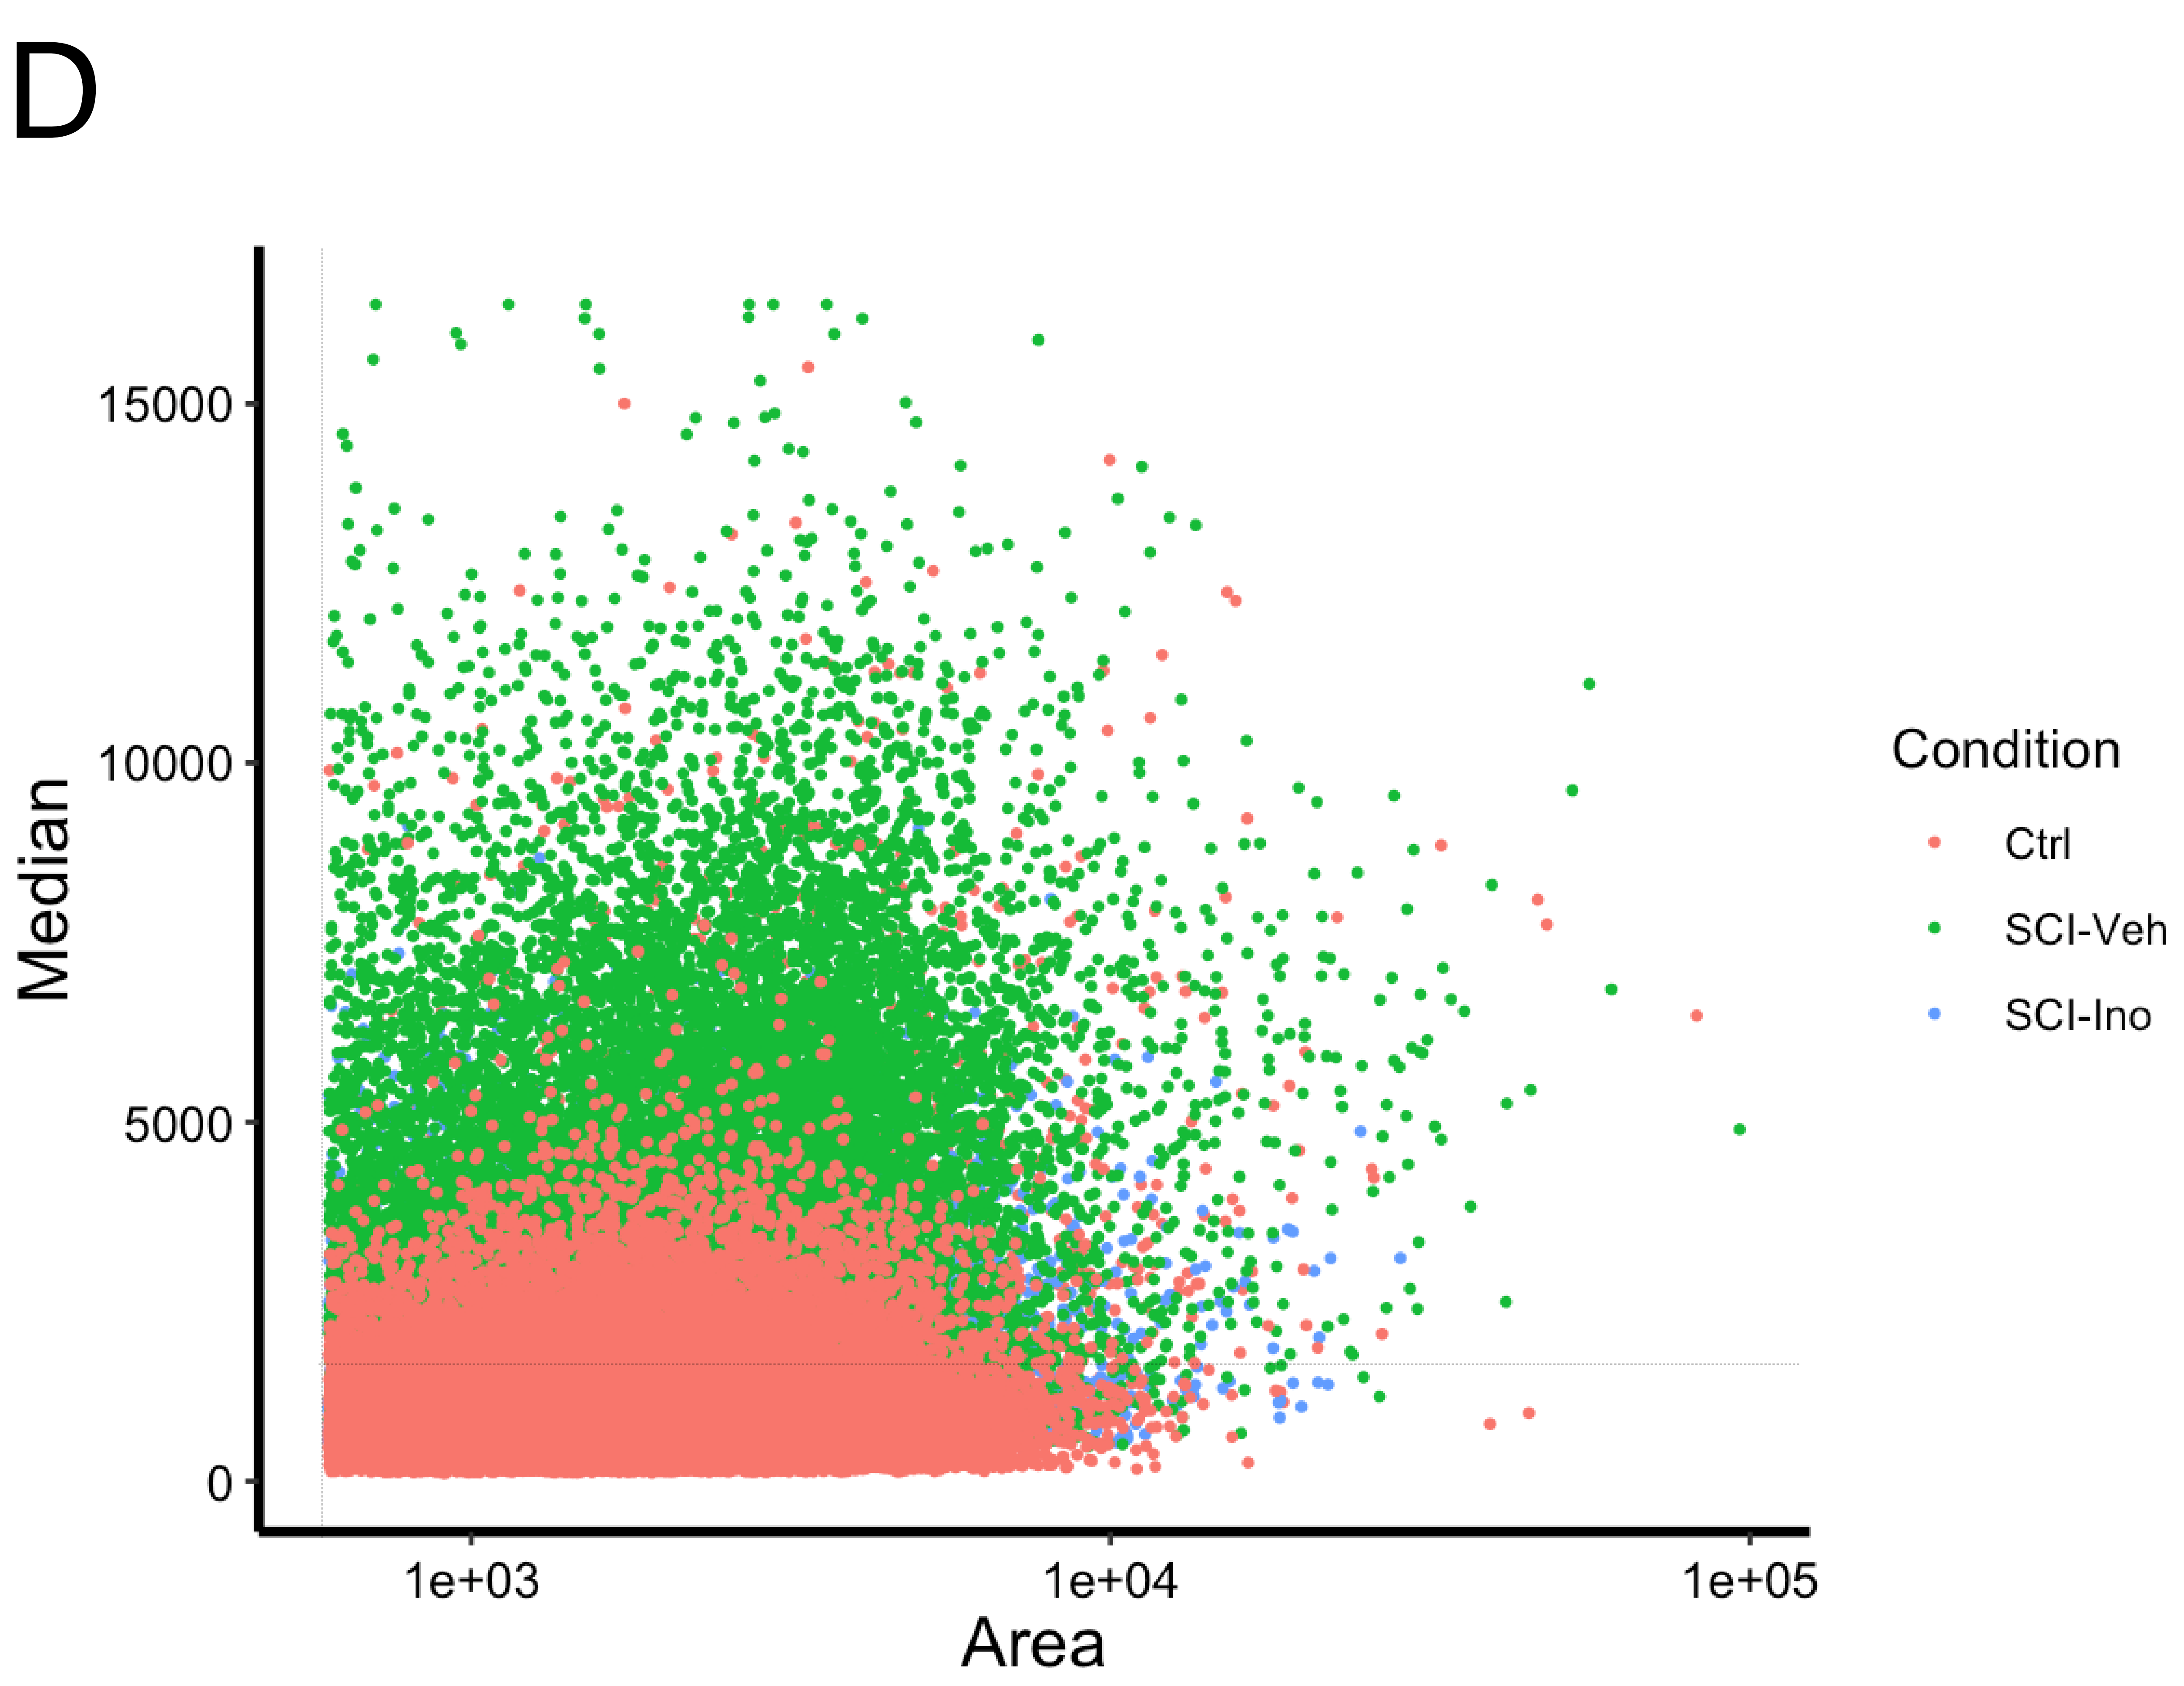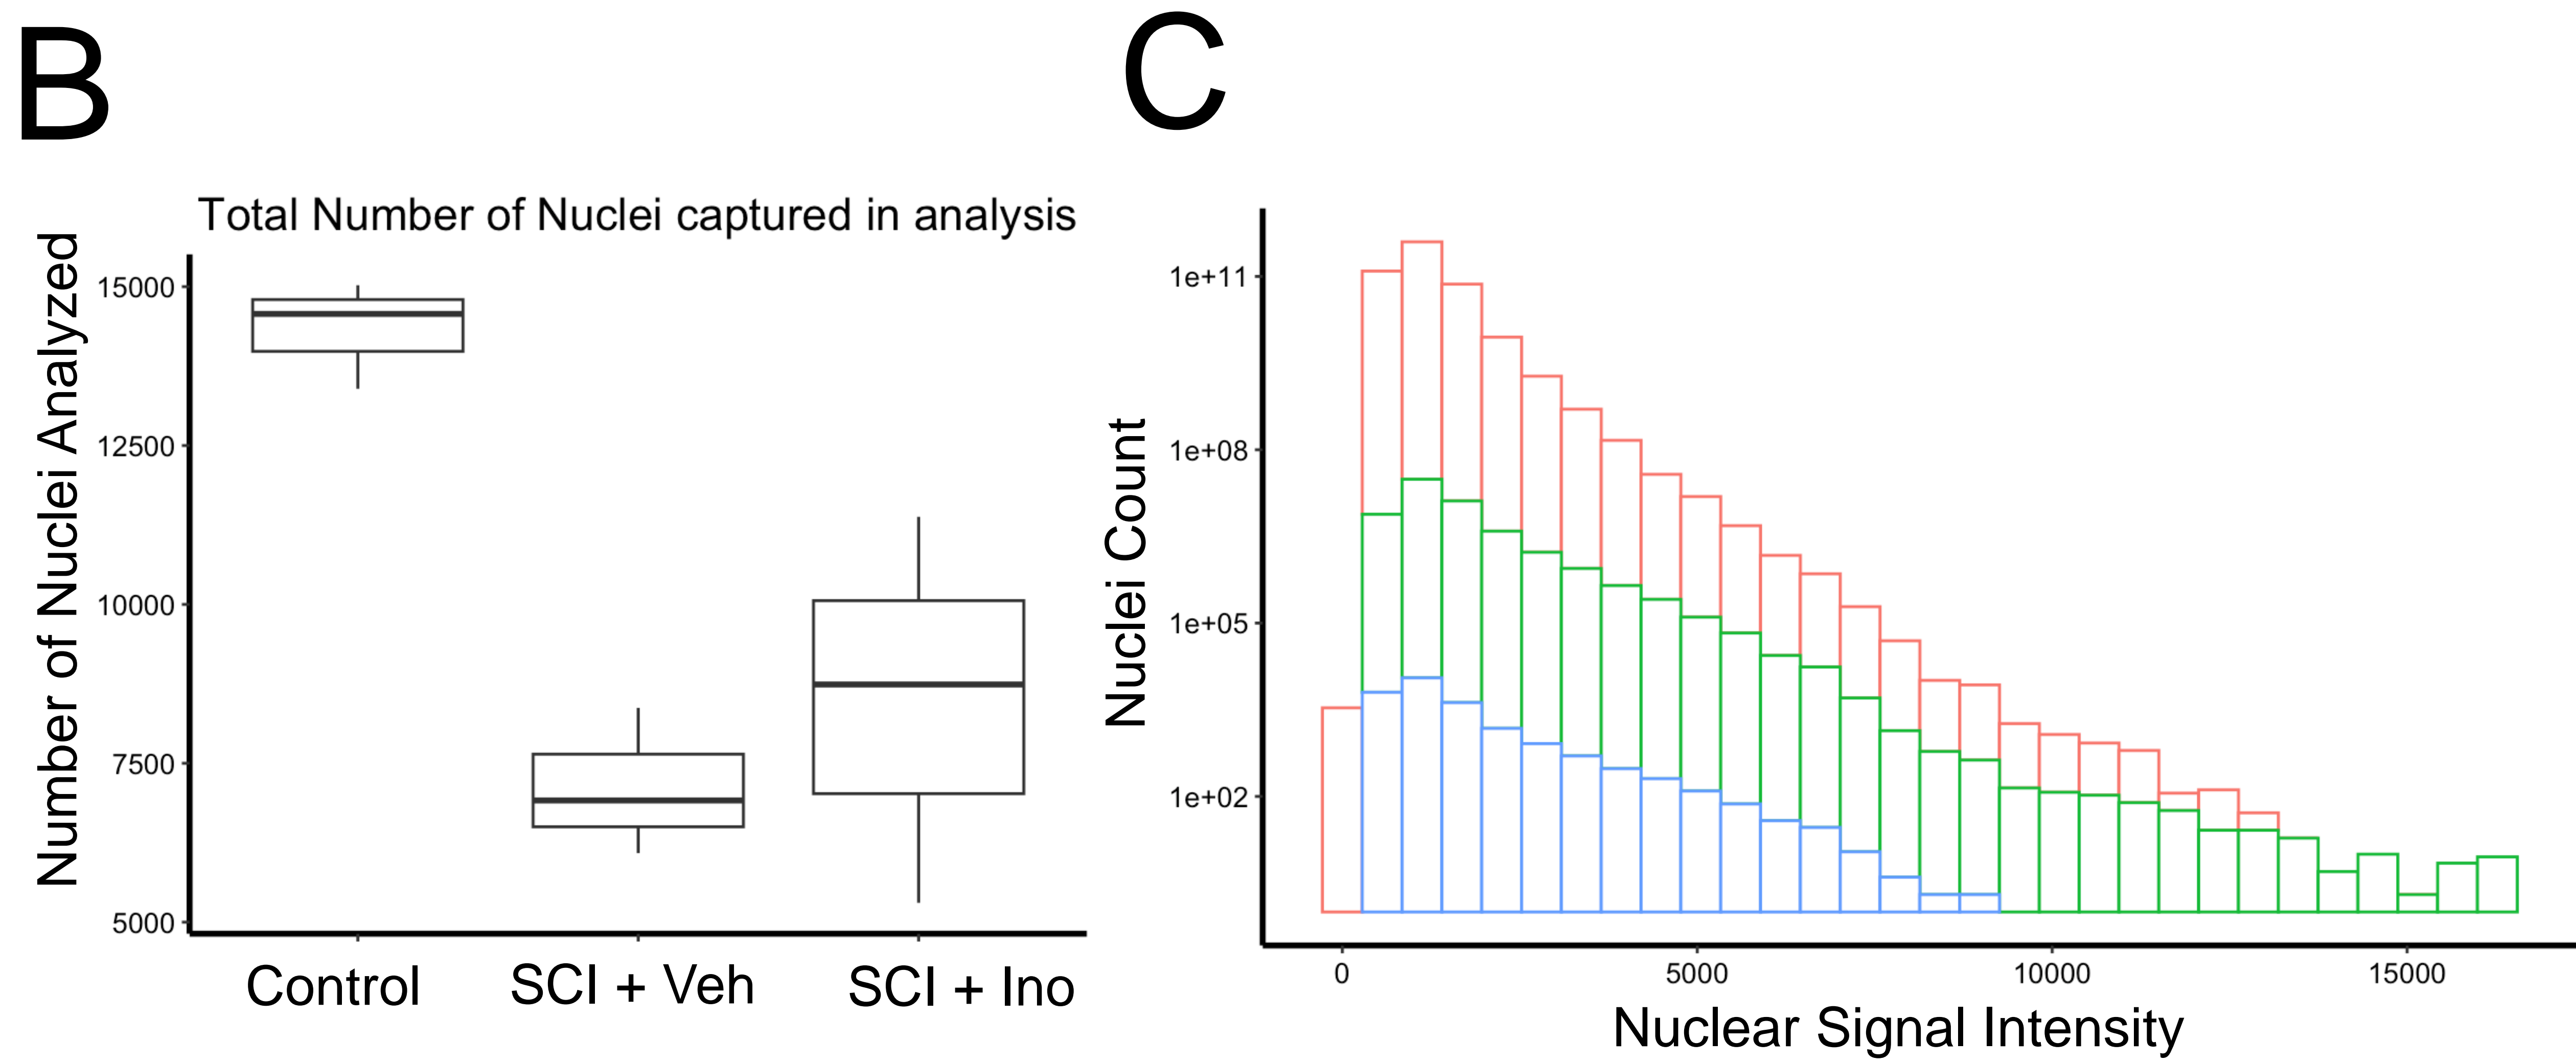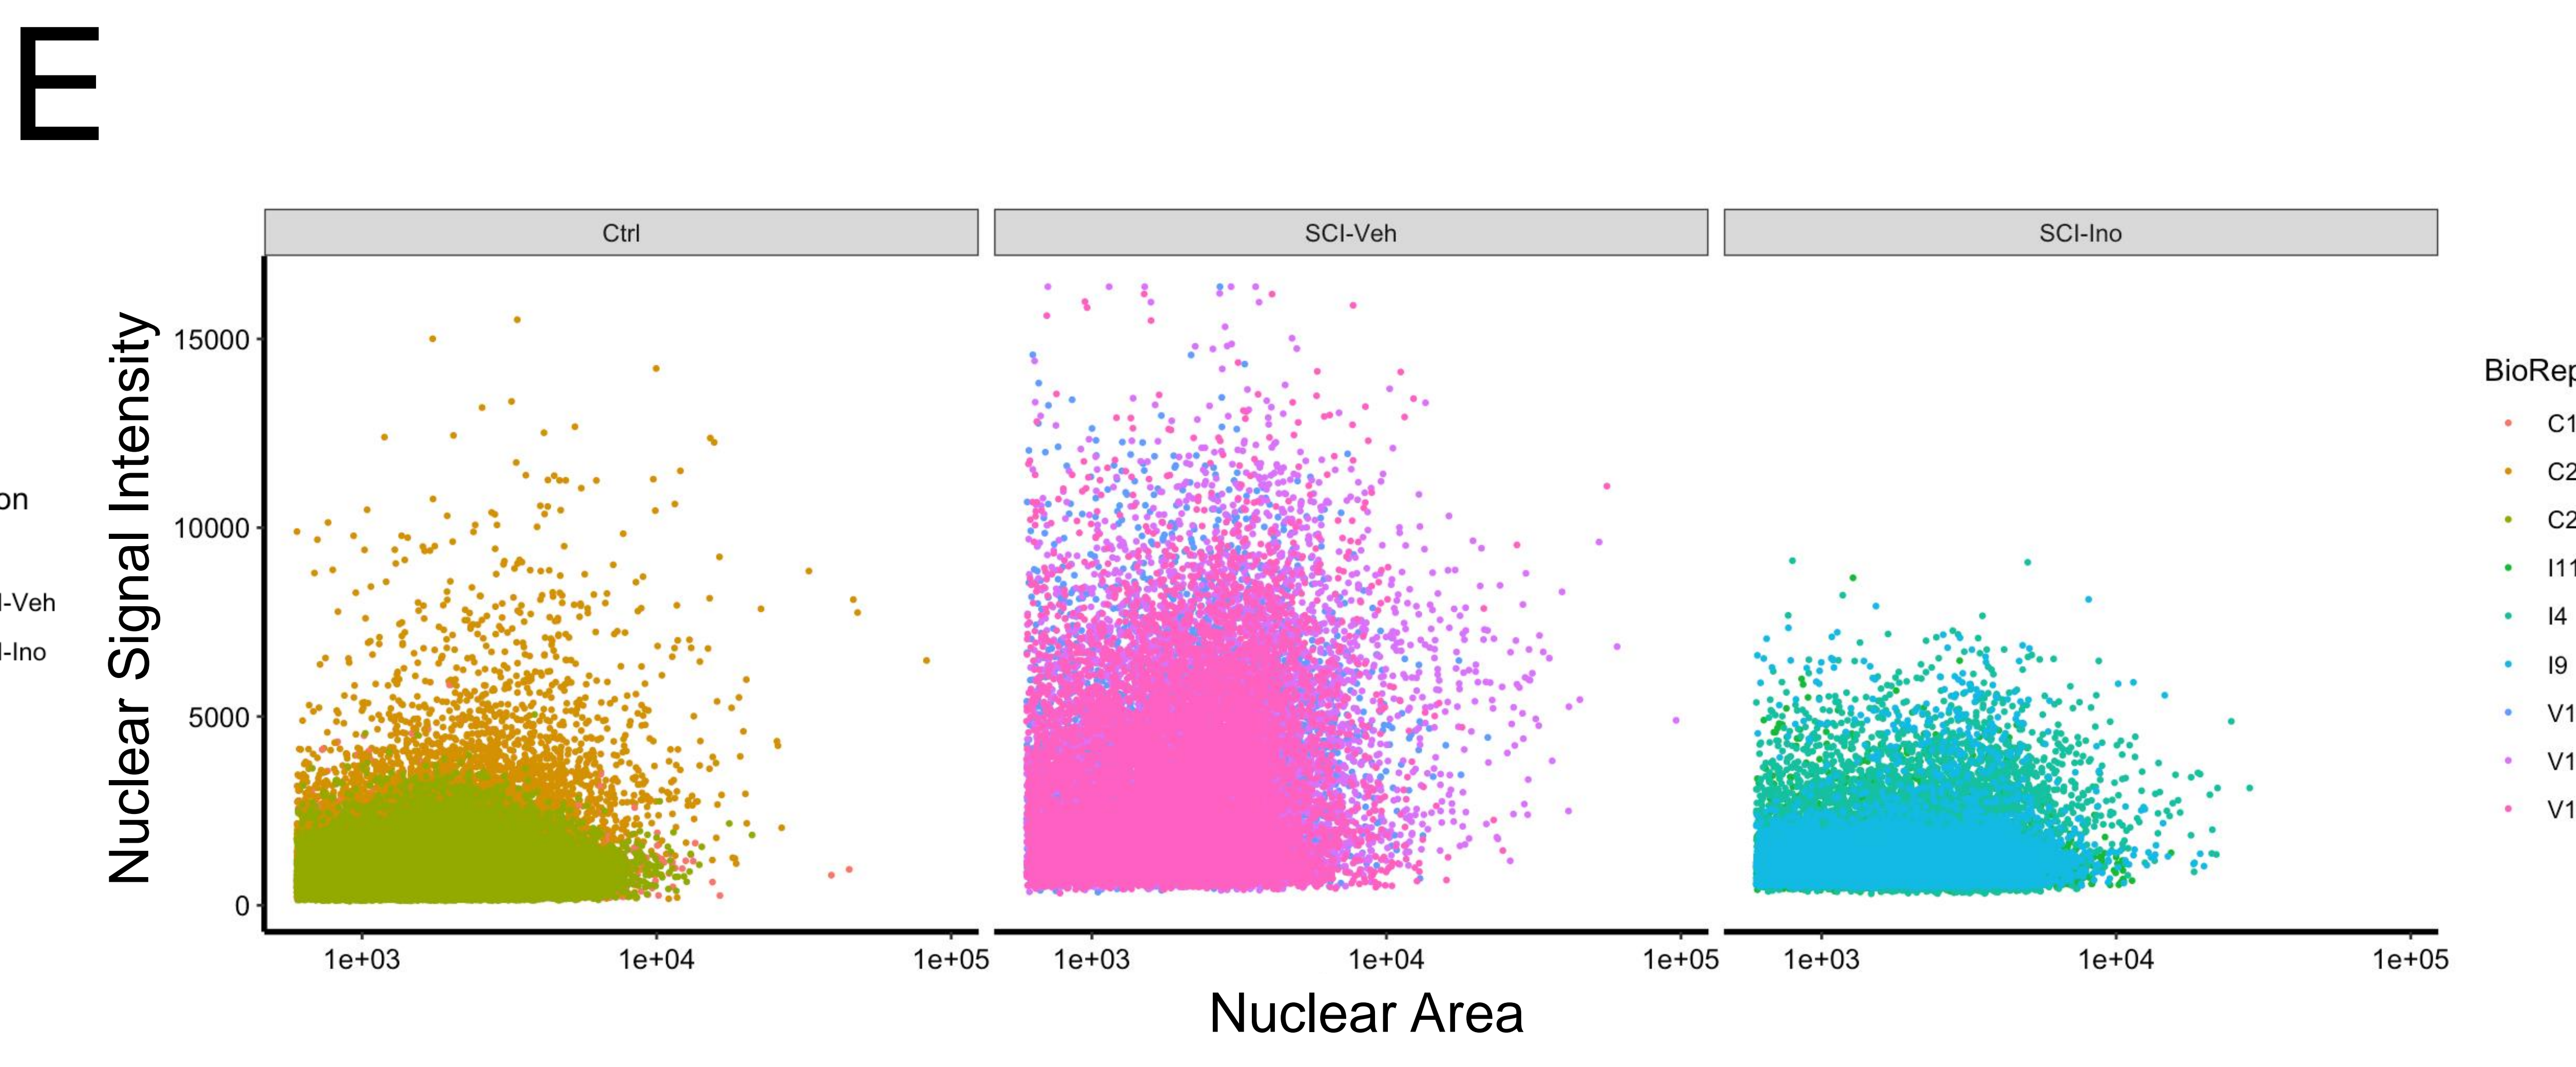

**Supplementary Figure 13**

A

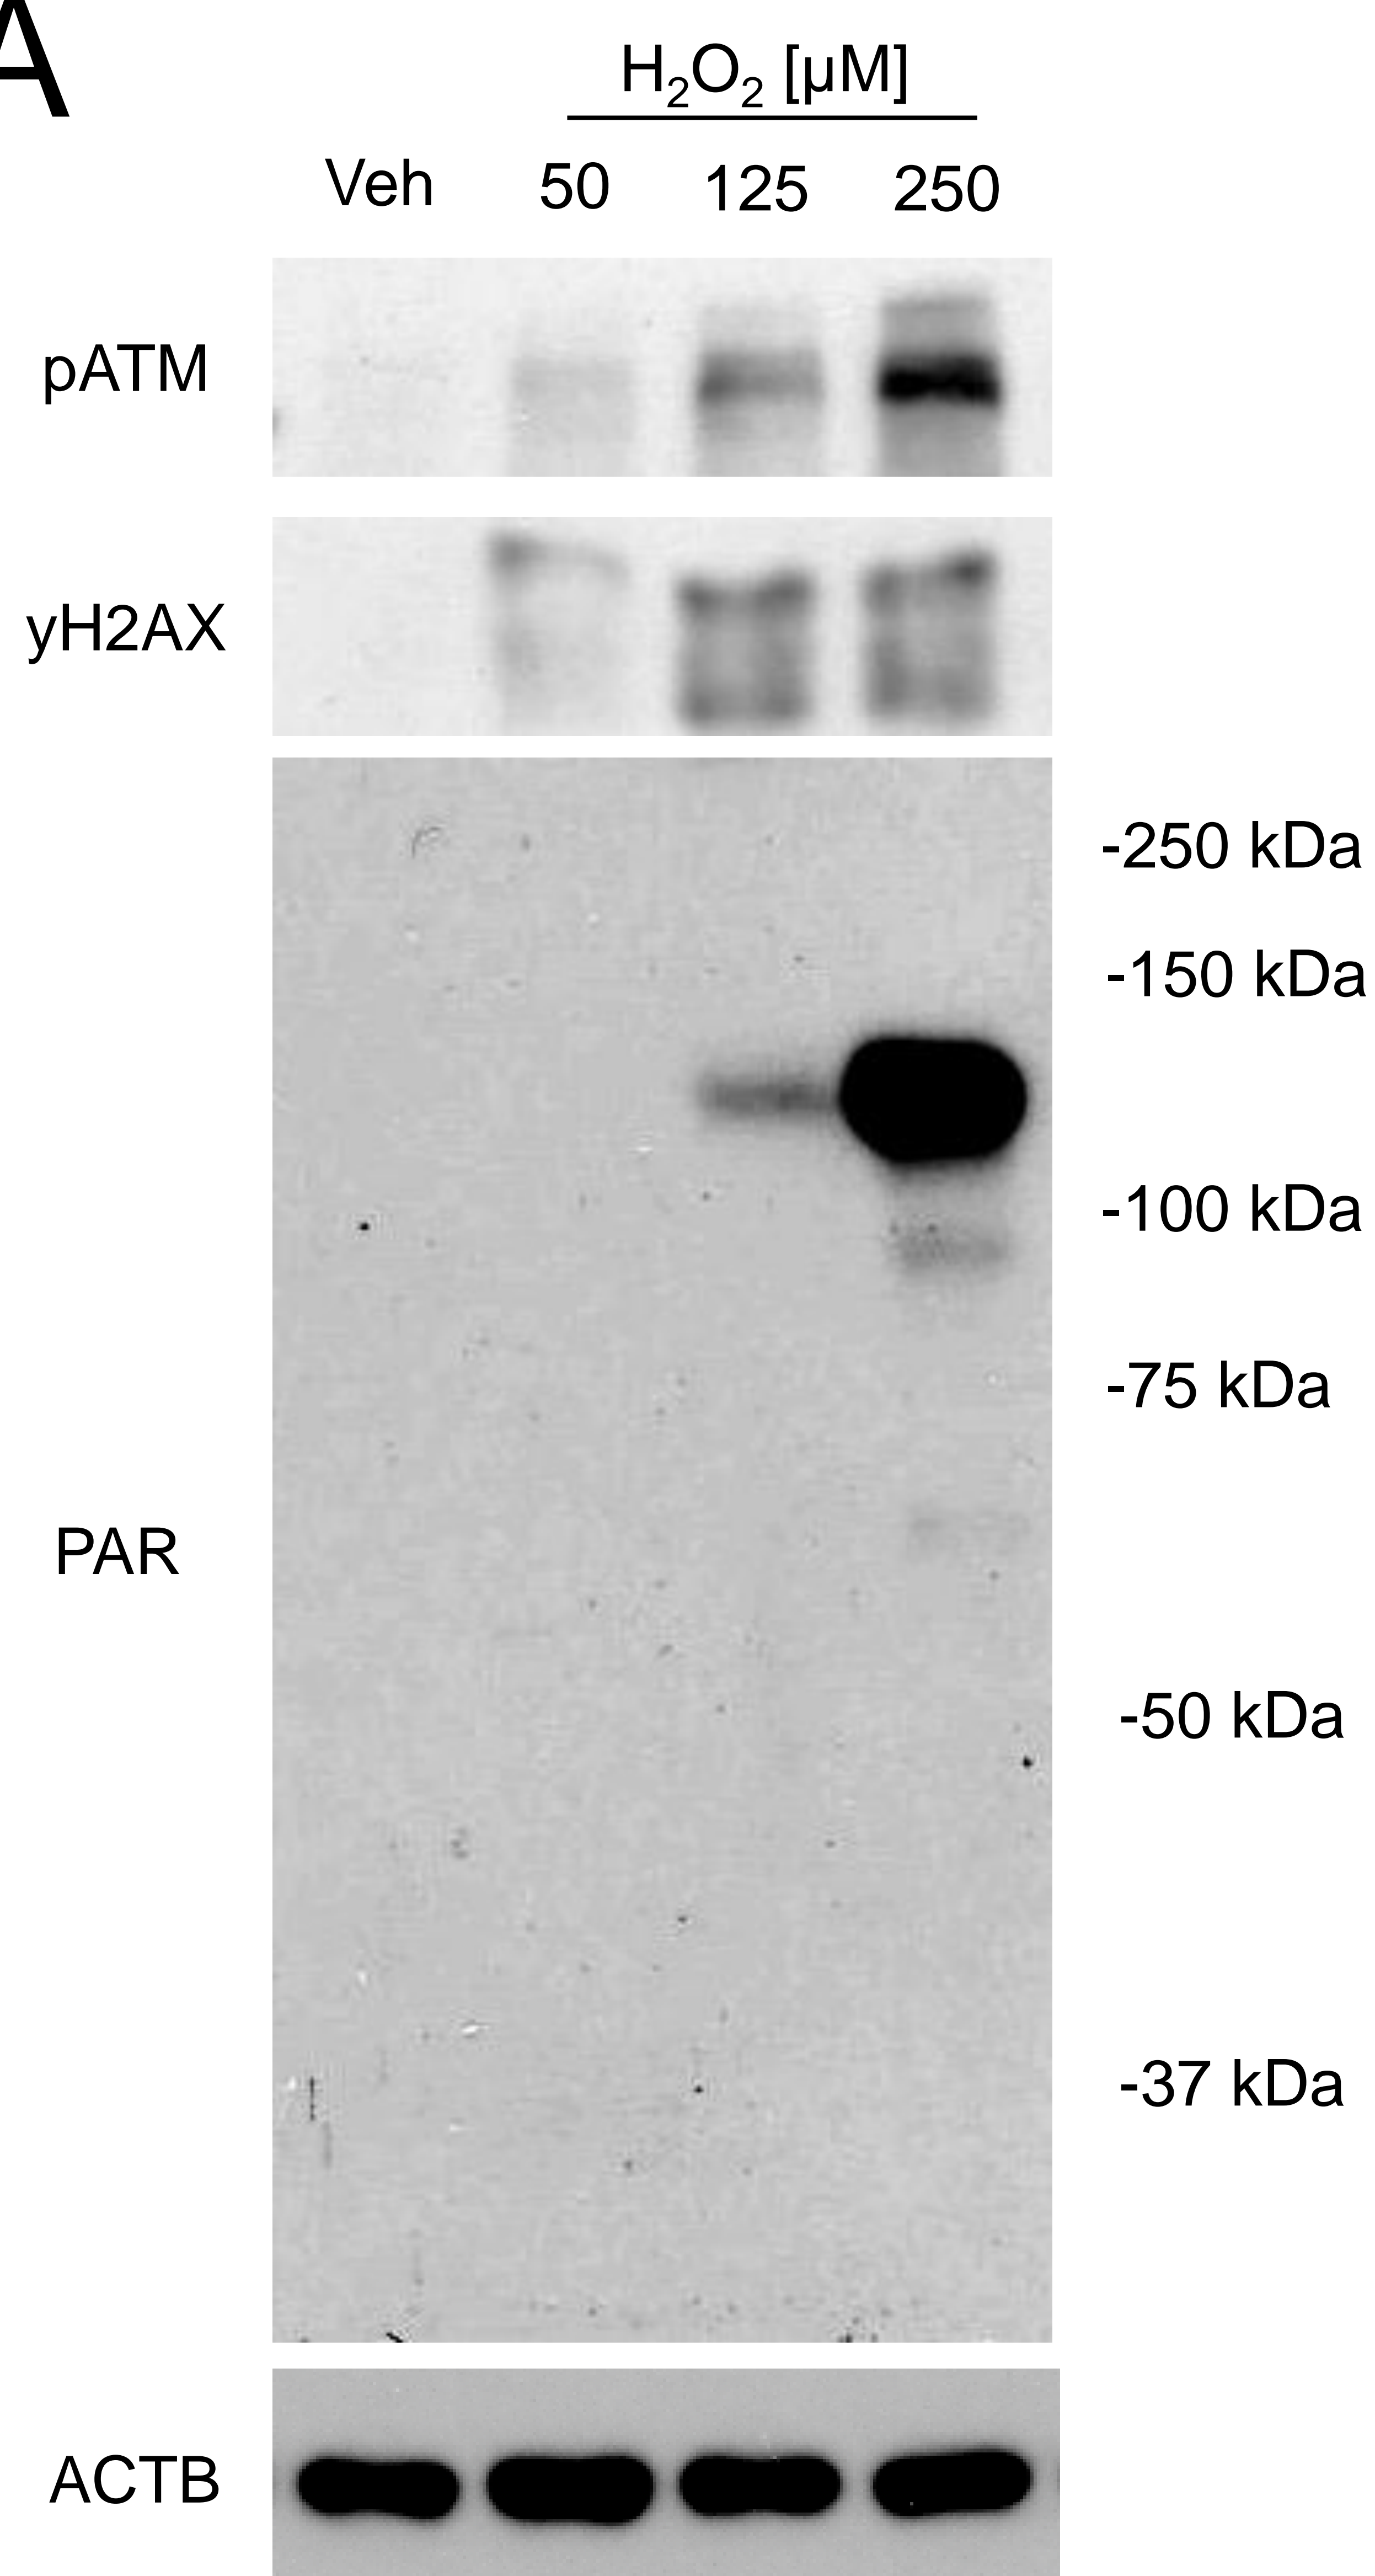

B

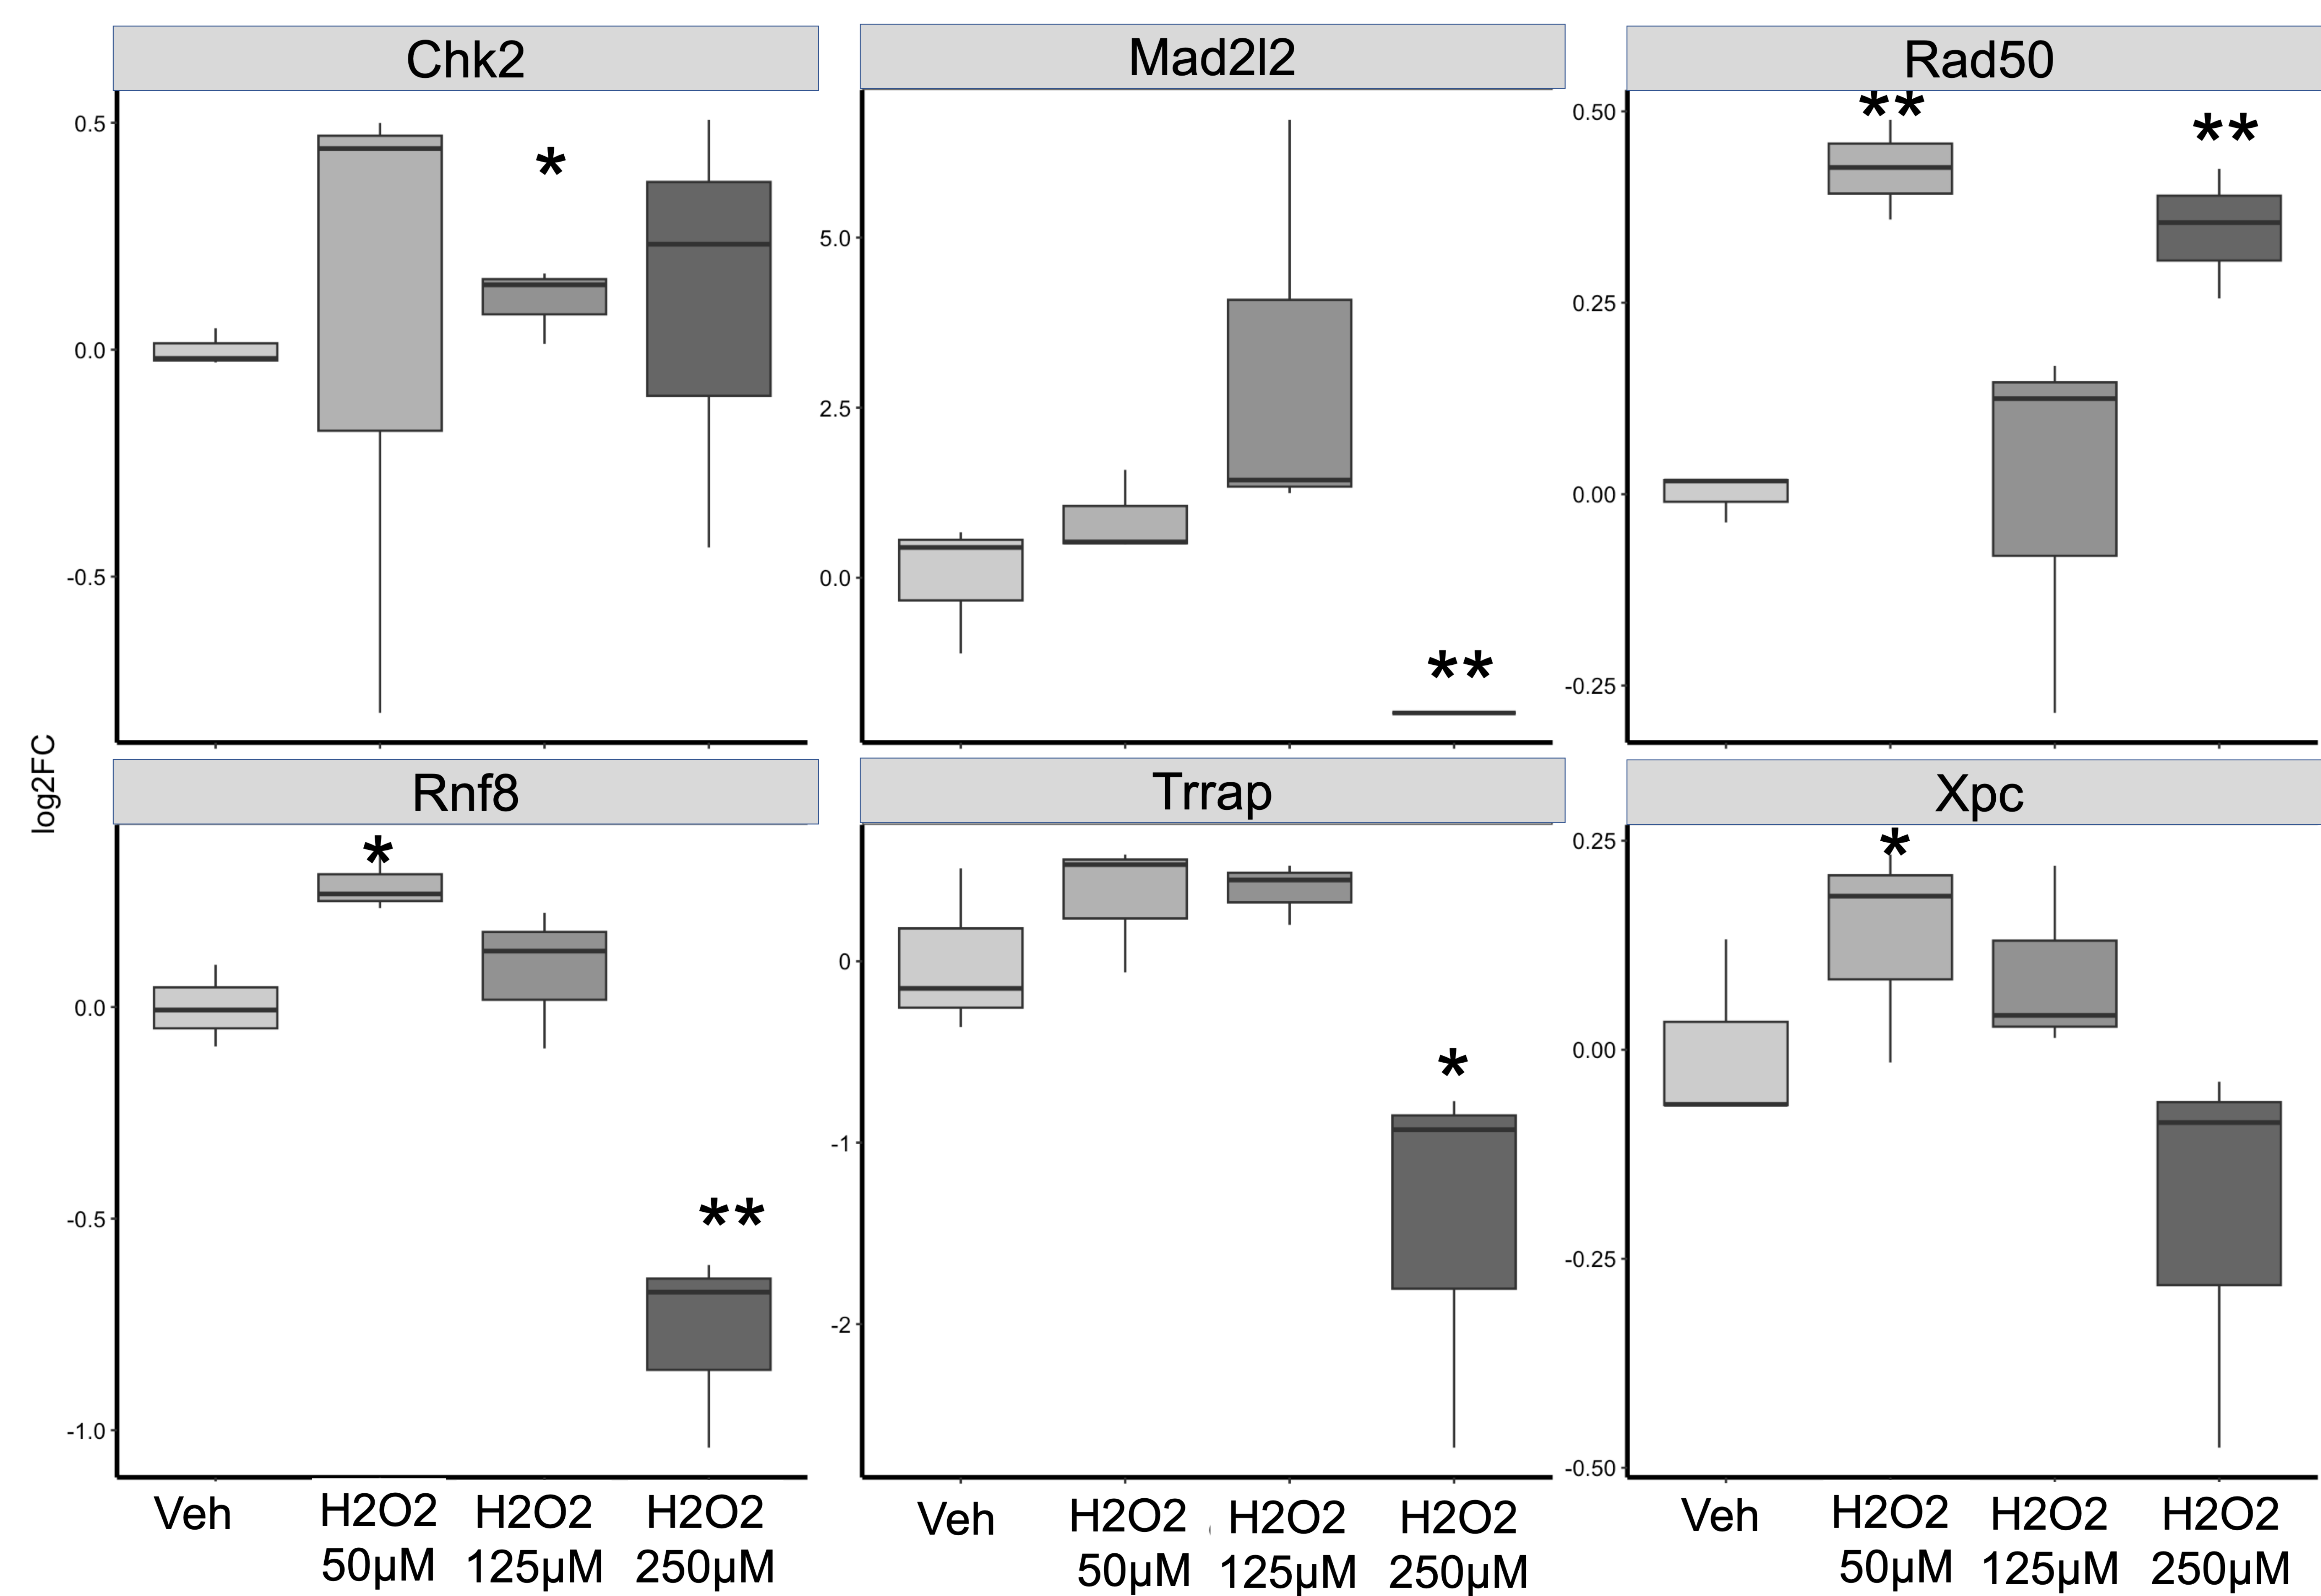

C

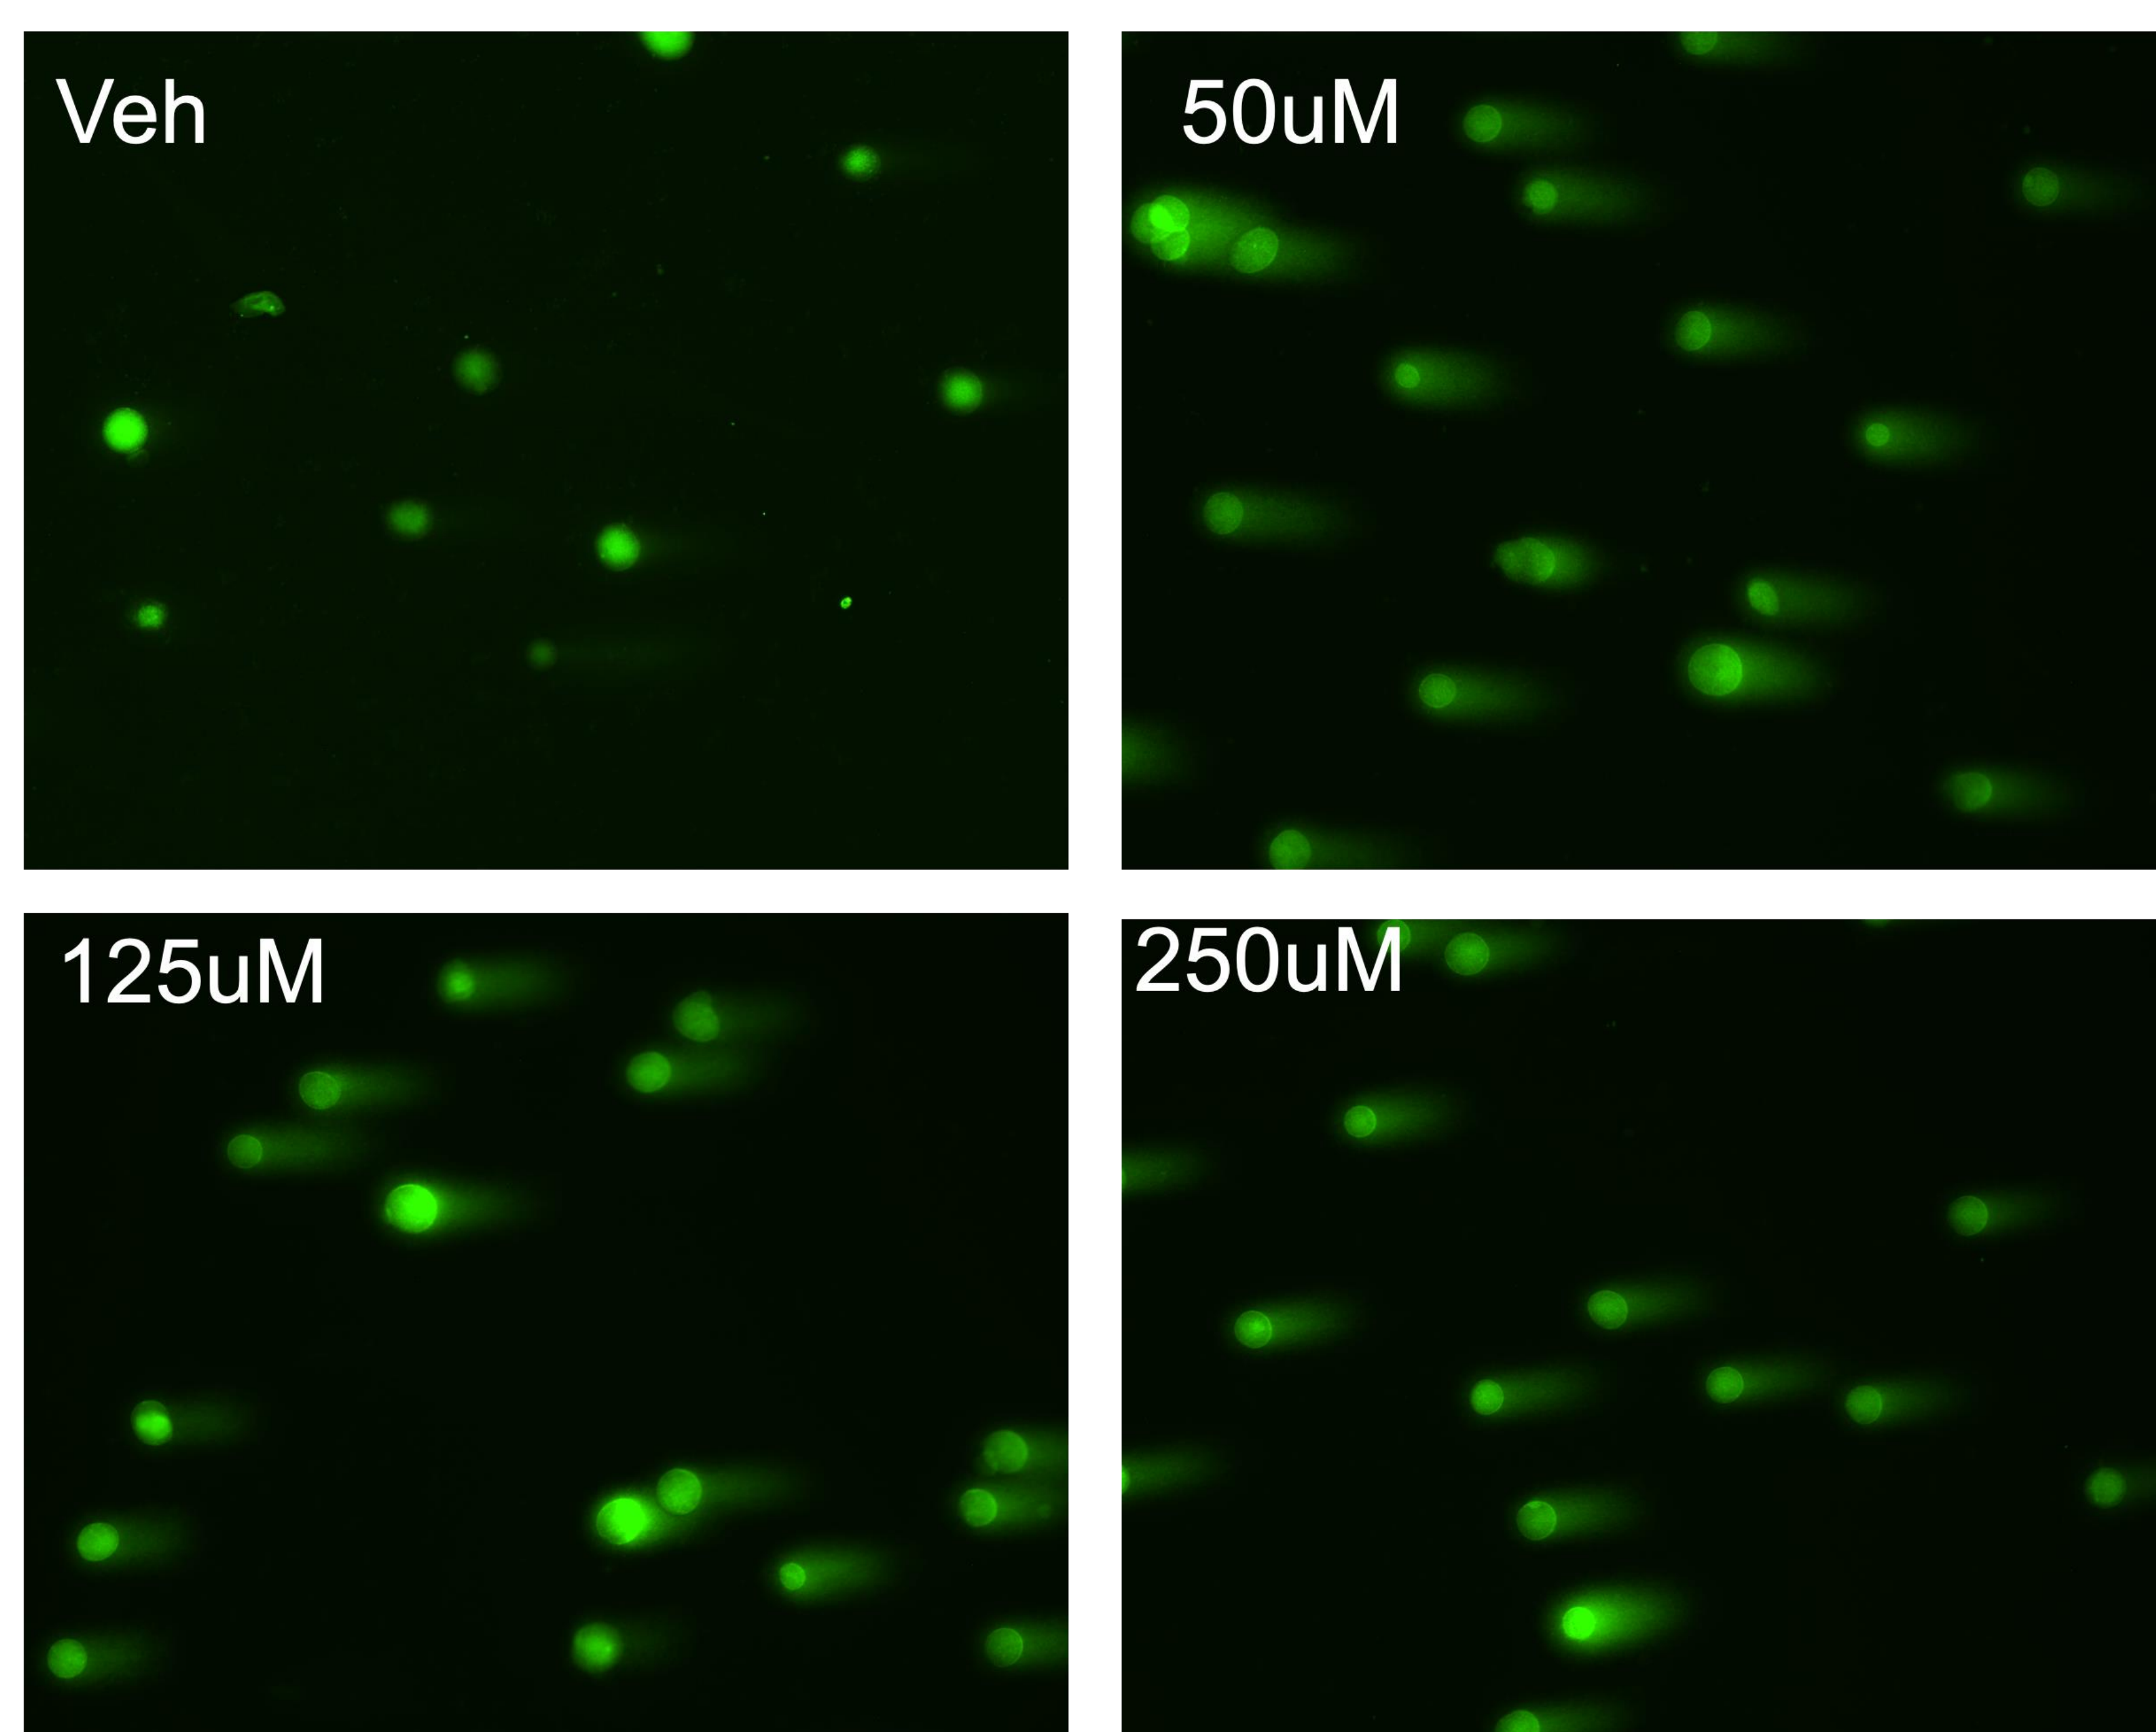

D

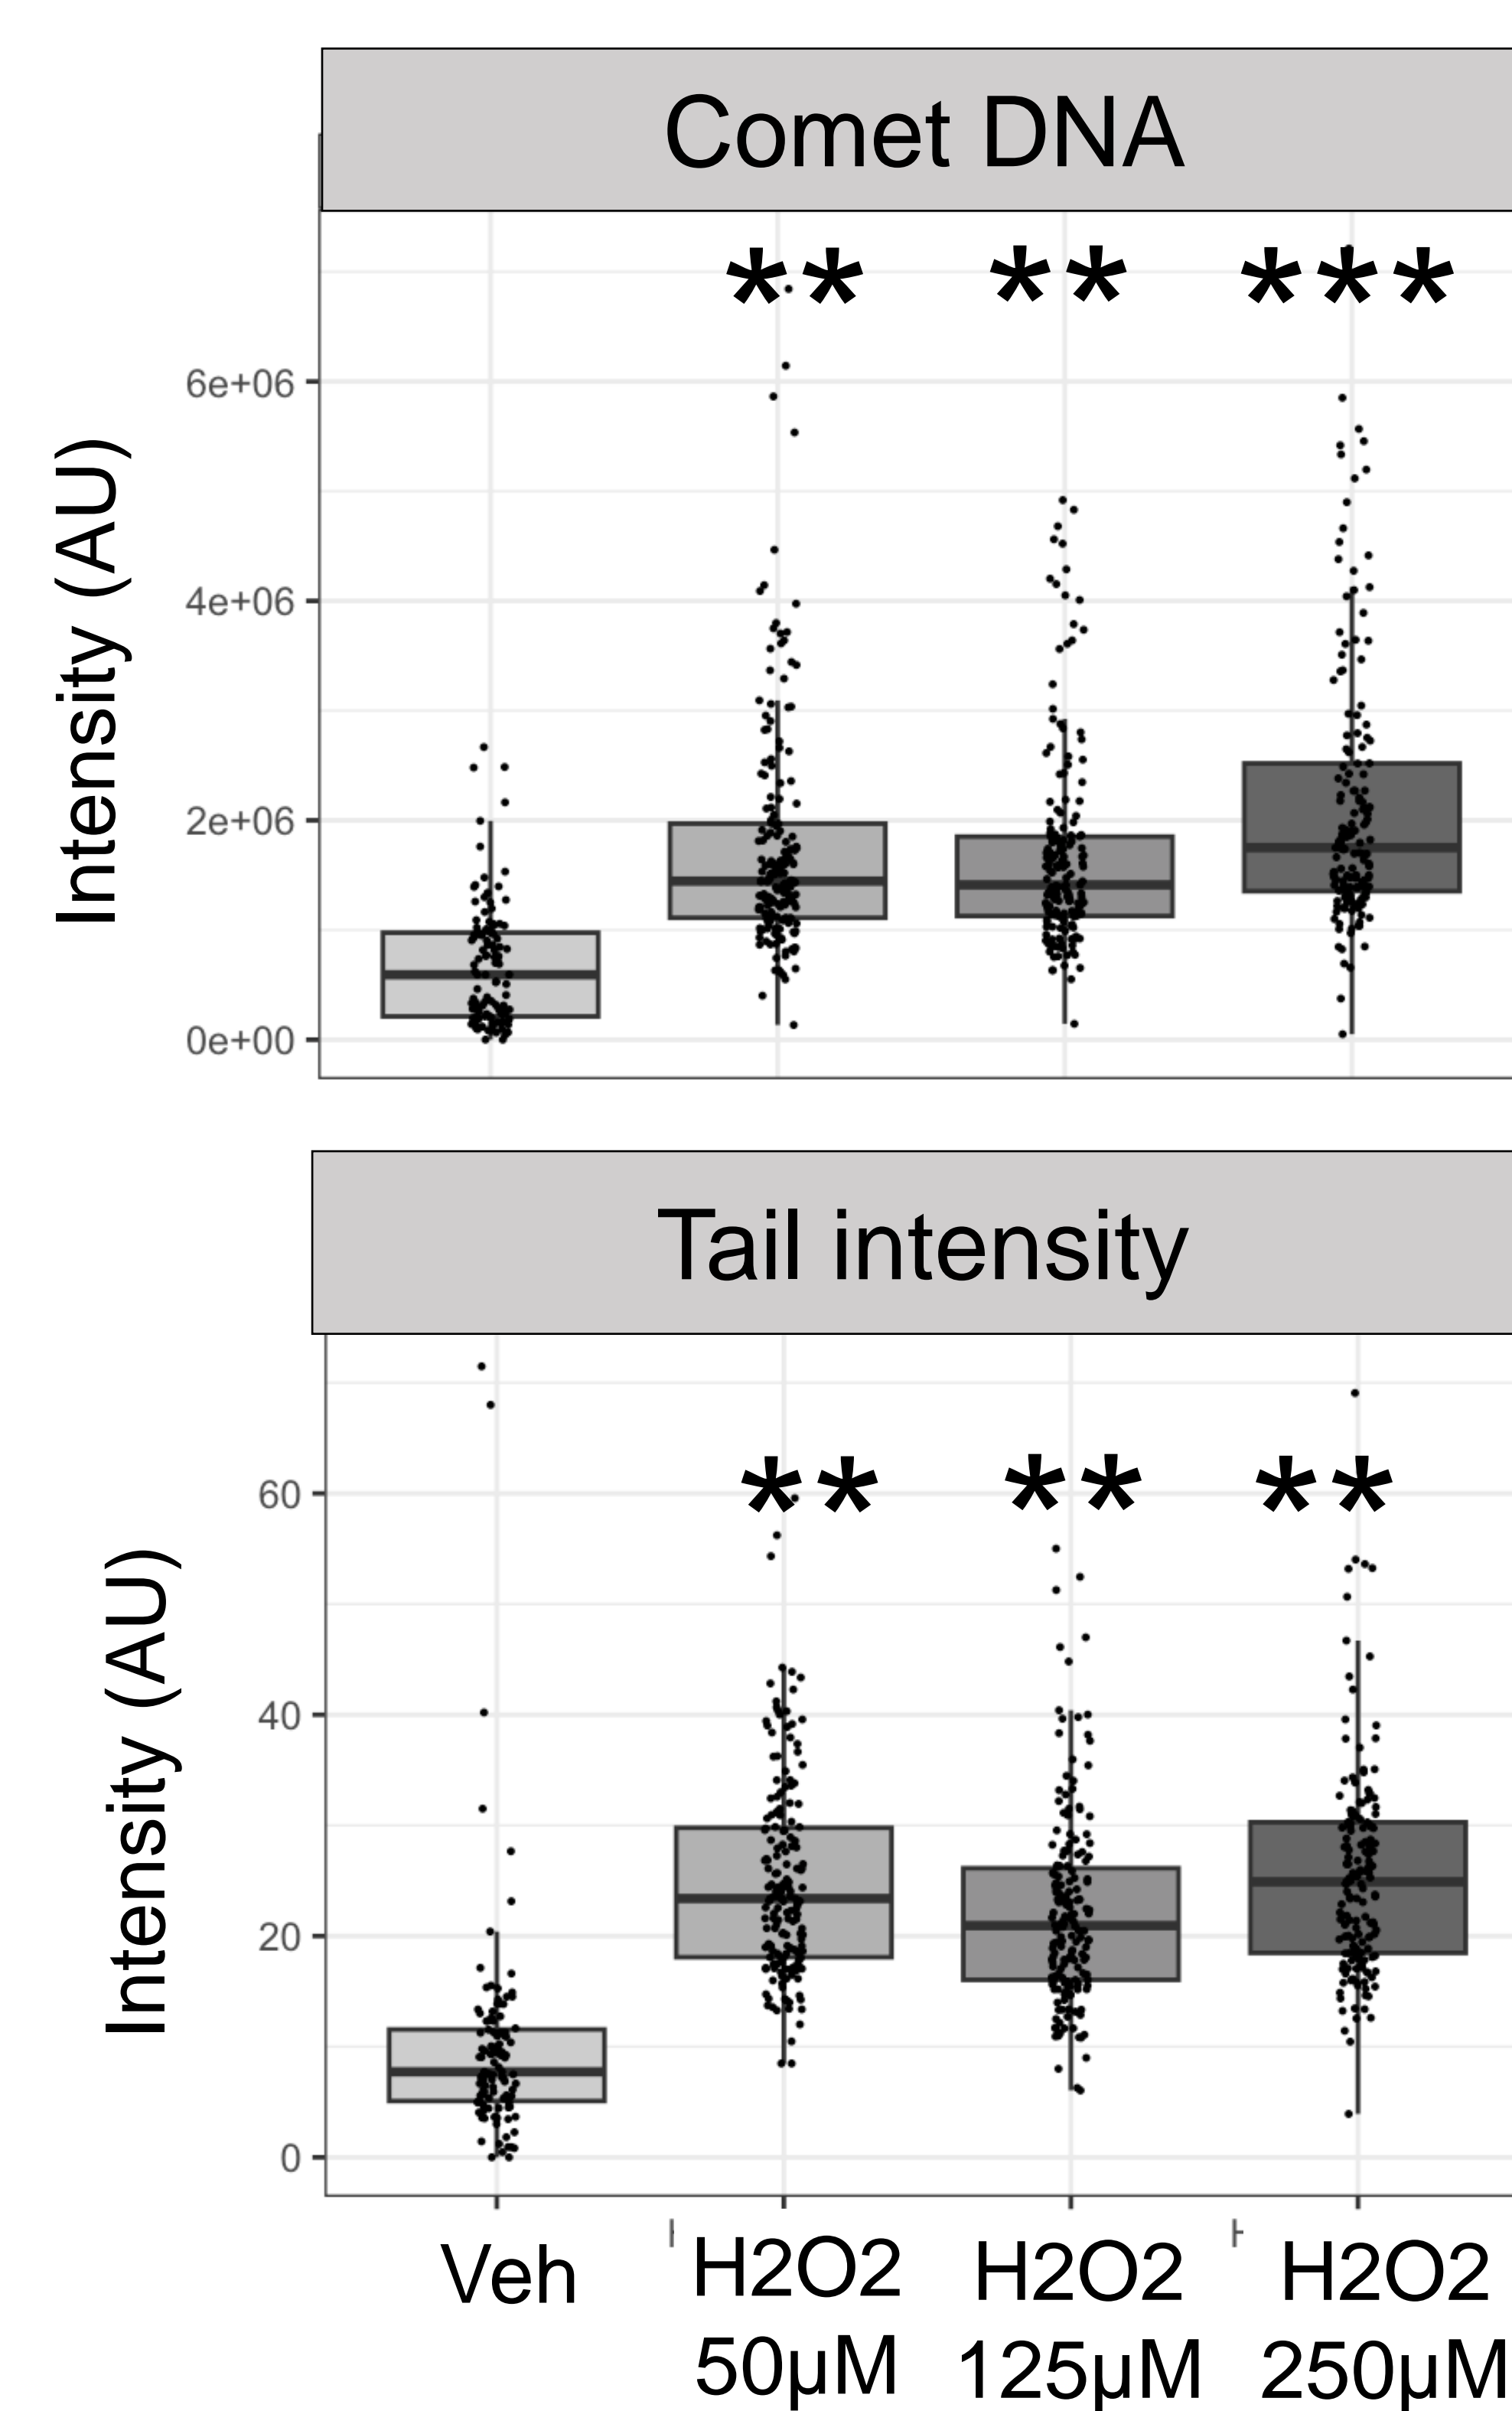

E

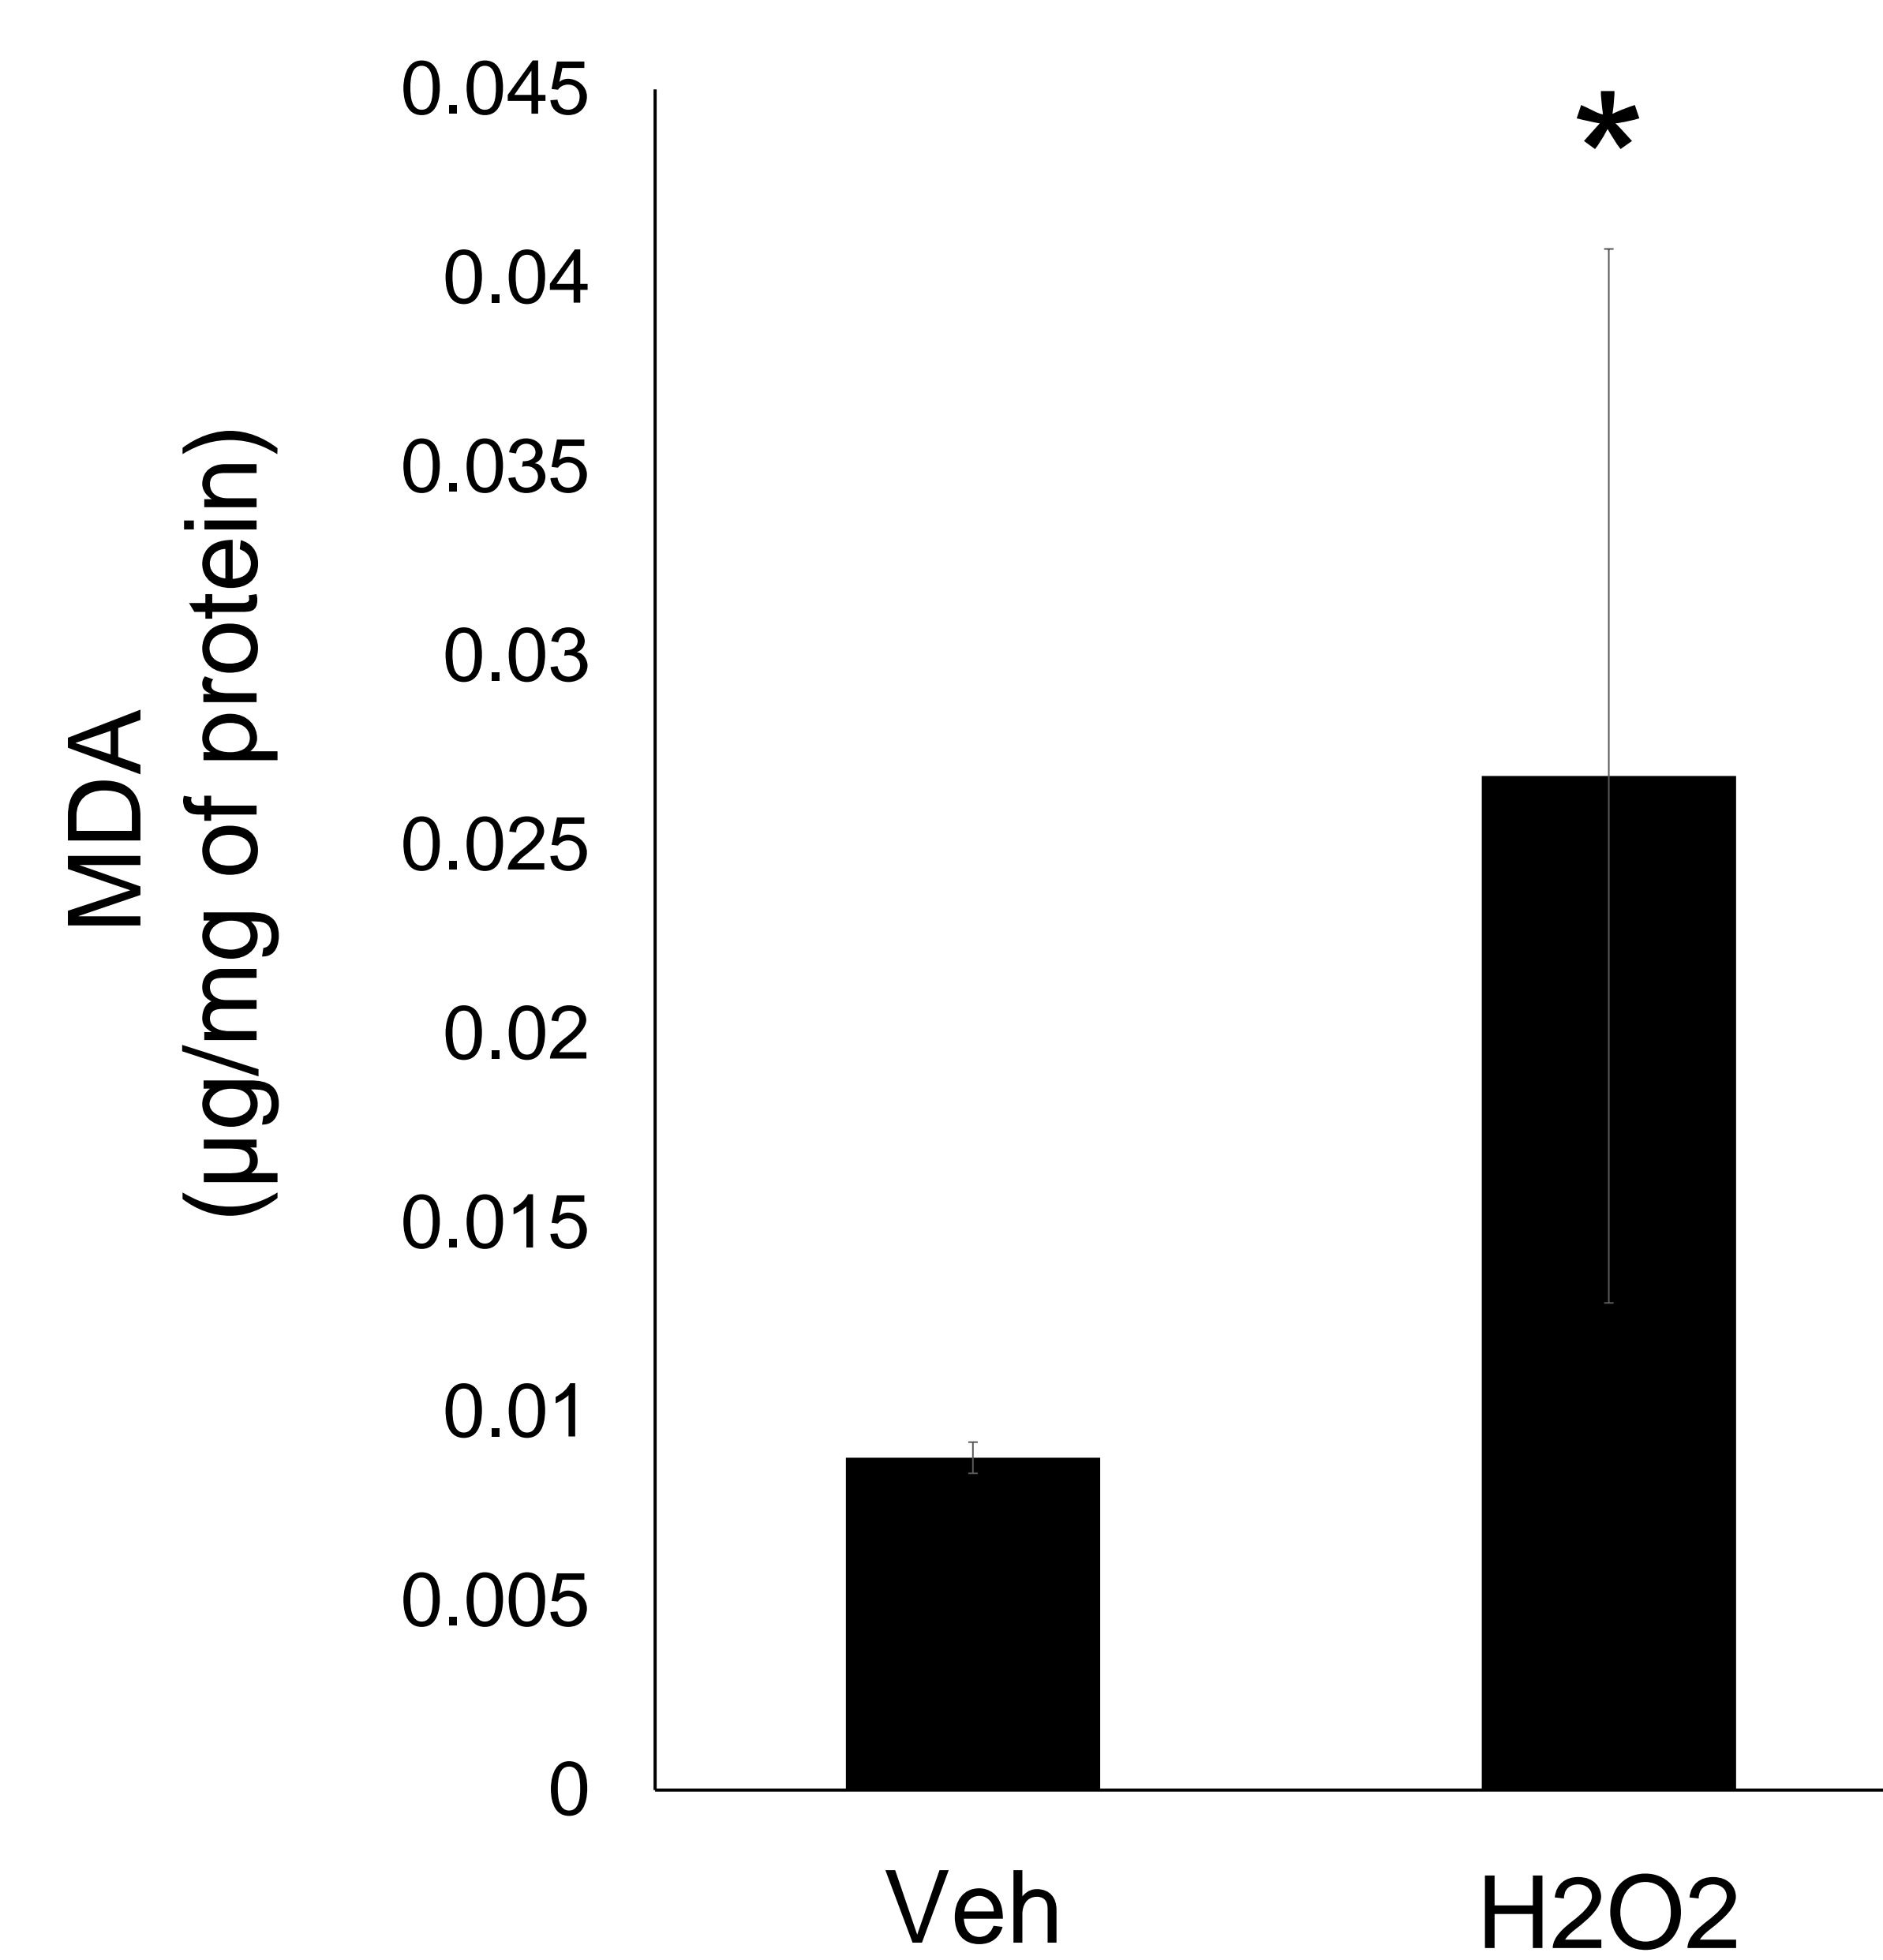

1. Regulation of eIF4 and p70S6K Signaling
2. Mitochondrial Dysfunction
3. EIF2 Signaling
4. NRF2-mediated Oxidative Stress Response
5. Sirtuin Signaling Pathway
6. Signaling by Rho Family GTPases
7. Oxidative Phosphorylation
8. Acute Phase Response Signaling
9. Integrin Signaling
10. Thrombin Signaling
11. CDK5 Signaling
12. mTOR Signaling
13. Actin Cytoskeleton Signaling
14. RhoGDI Signaling
15. Clathrin-mediated Endocytosis Signaling
16. Epithelial Adherens Junction Signaling
17. Synaptogenesis Signaling Pathway
18. Caveolar-mediated Endocytosis Signaling
19.  $\alpha$ -Adrenergic Signaling
20. G $\alpha$ 12/13 Signaling
21. RhoA Signaling
22. Leukocyte Extravasation Signaling
23. Hepatic Fibrosis Signaling Pathway
24. Unfolded protein response
25. Cardiac  $\beta$ -adrenergic Signaling
26. Xenobiotic Metabolism General Signaling Pathway
27. Dopamine-DARPP32 Feedback in cAMP Signaling
28. Macropinocytosis Signaling
29. Nitric Oxide Signaling in the Cardiovascular System
30. Cellular Effects of Sildenafil (Viagra)
31. BMP signaling pathway
32. Apelin Adipocyte Signaling Pathway
33. Phagosome Maturation
34. Fc $\gamma$  Receptor-mediated Phagocytosis in Macrophages and Monocytes
35. Endothelin-1 Signaling
36. FXR/RXR Activation
37. Glycogen Degradation II
38. Glycogen Degradation III
39. Autophagy
40. Glutathione Redox Reactions II
41. Sperm Motility
42. Complement System
43. HOTAIR Regulatory Pathway
44. Arsenate Detoxification I (Glutaredoxin)
45. Acetate Conversion to Acetyl-CoA
46. Amyotrophic Lateral Sclerosis Signaling
47. Vitamin-C Transport
48. UDP-N-acetyl-D-glucosamine Biosynthesis II
49. White Adipose Tissue Browning Pathway

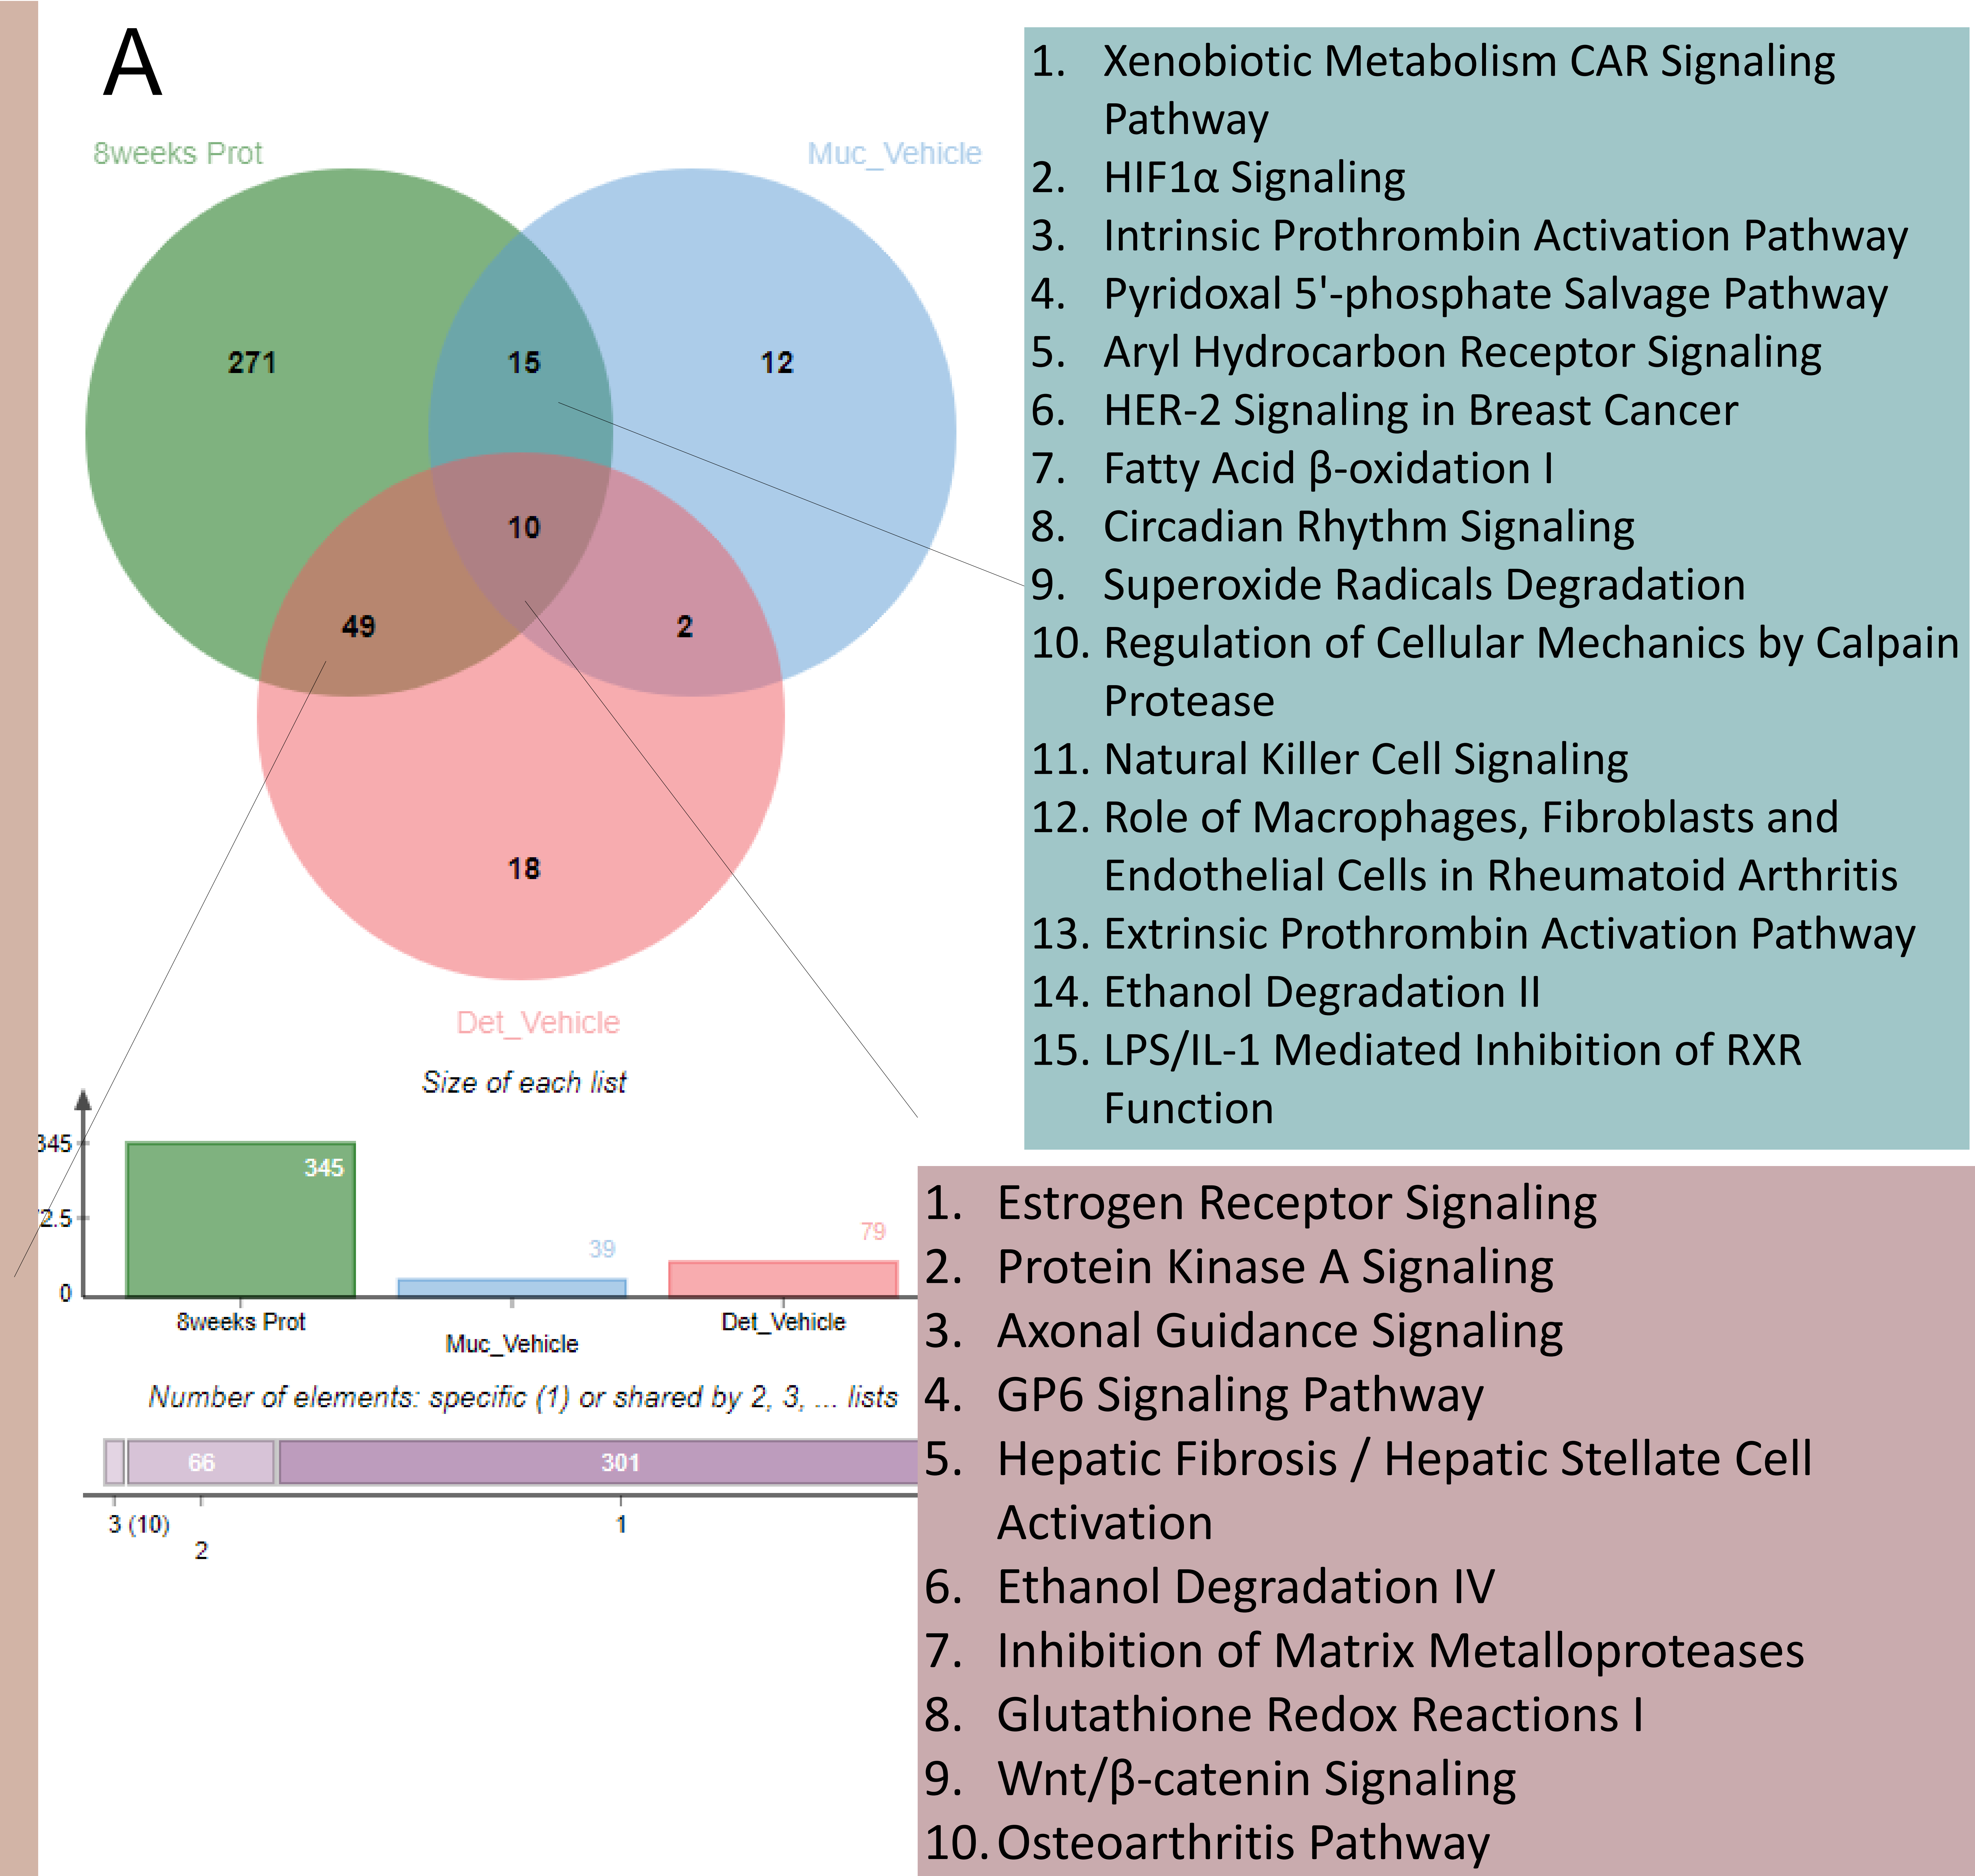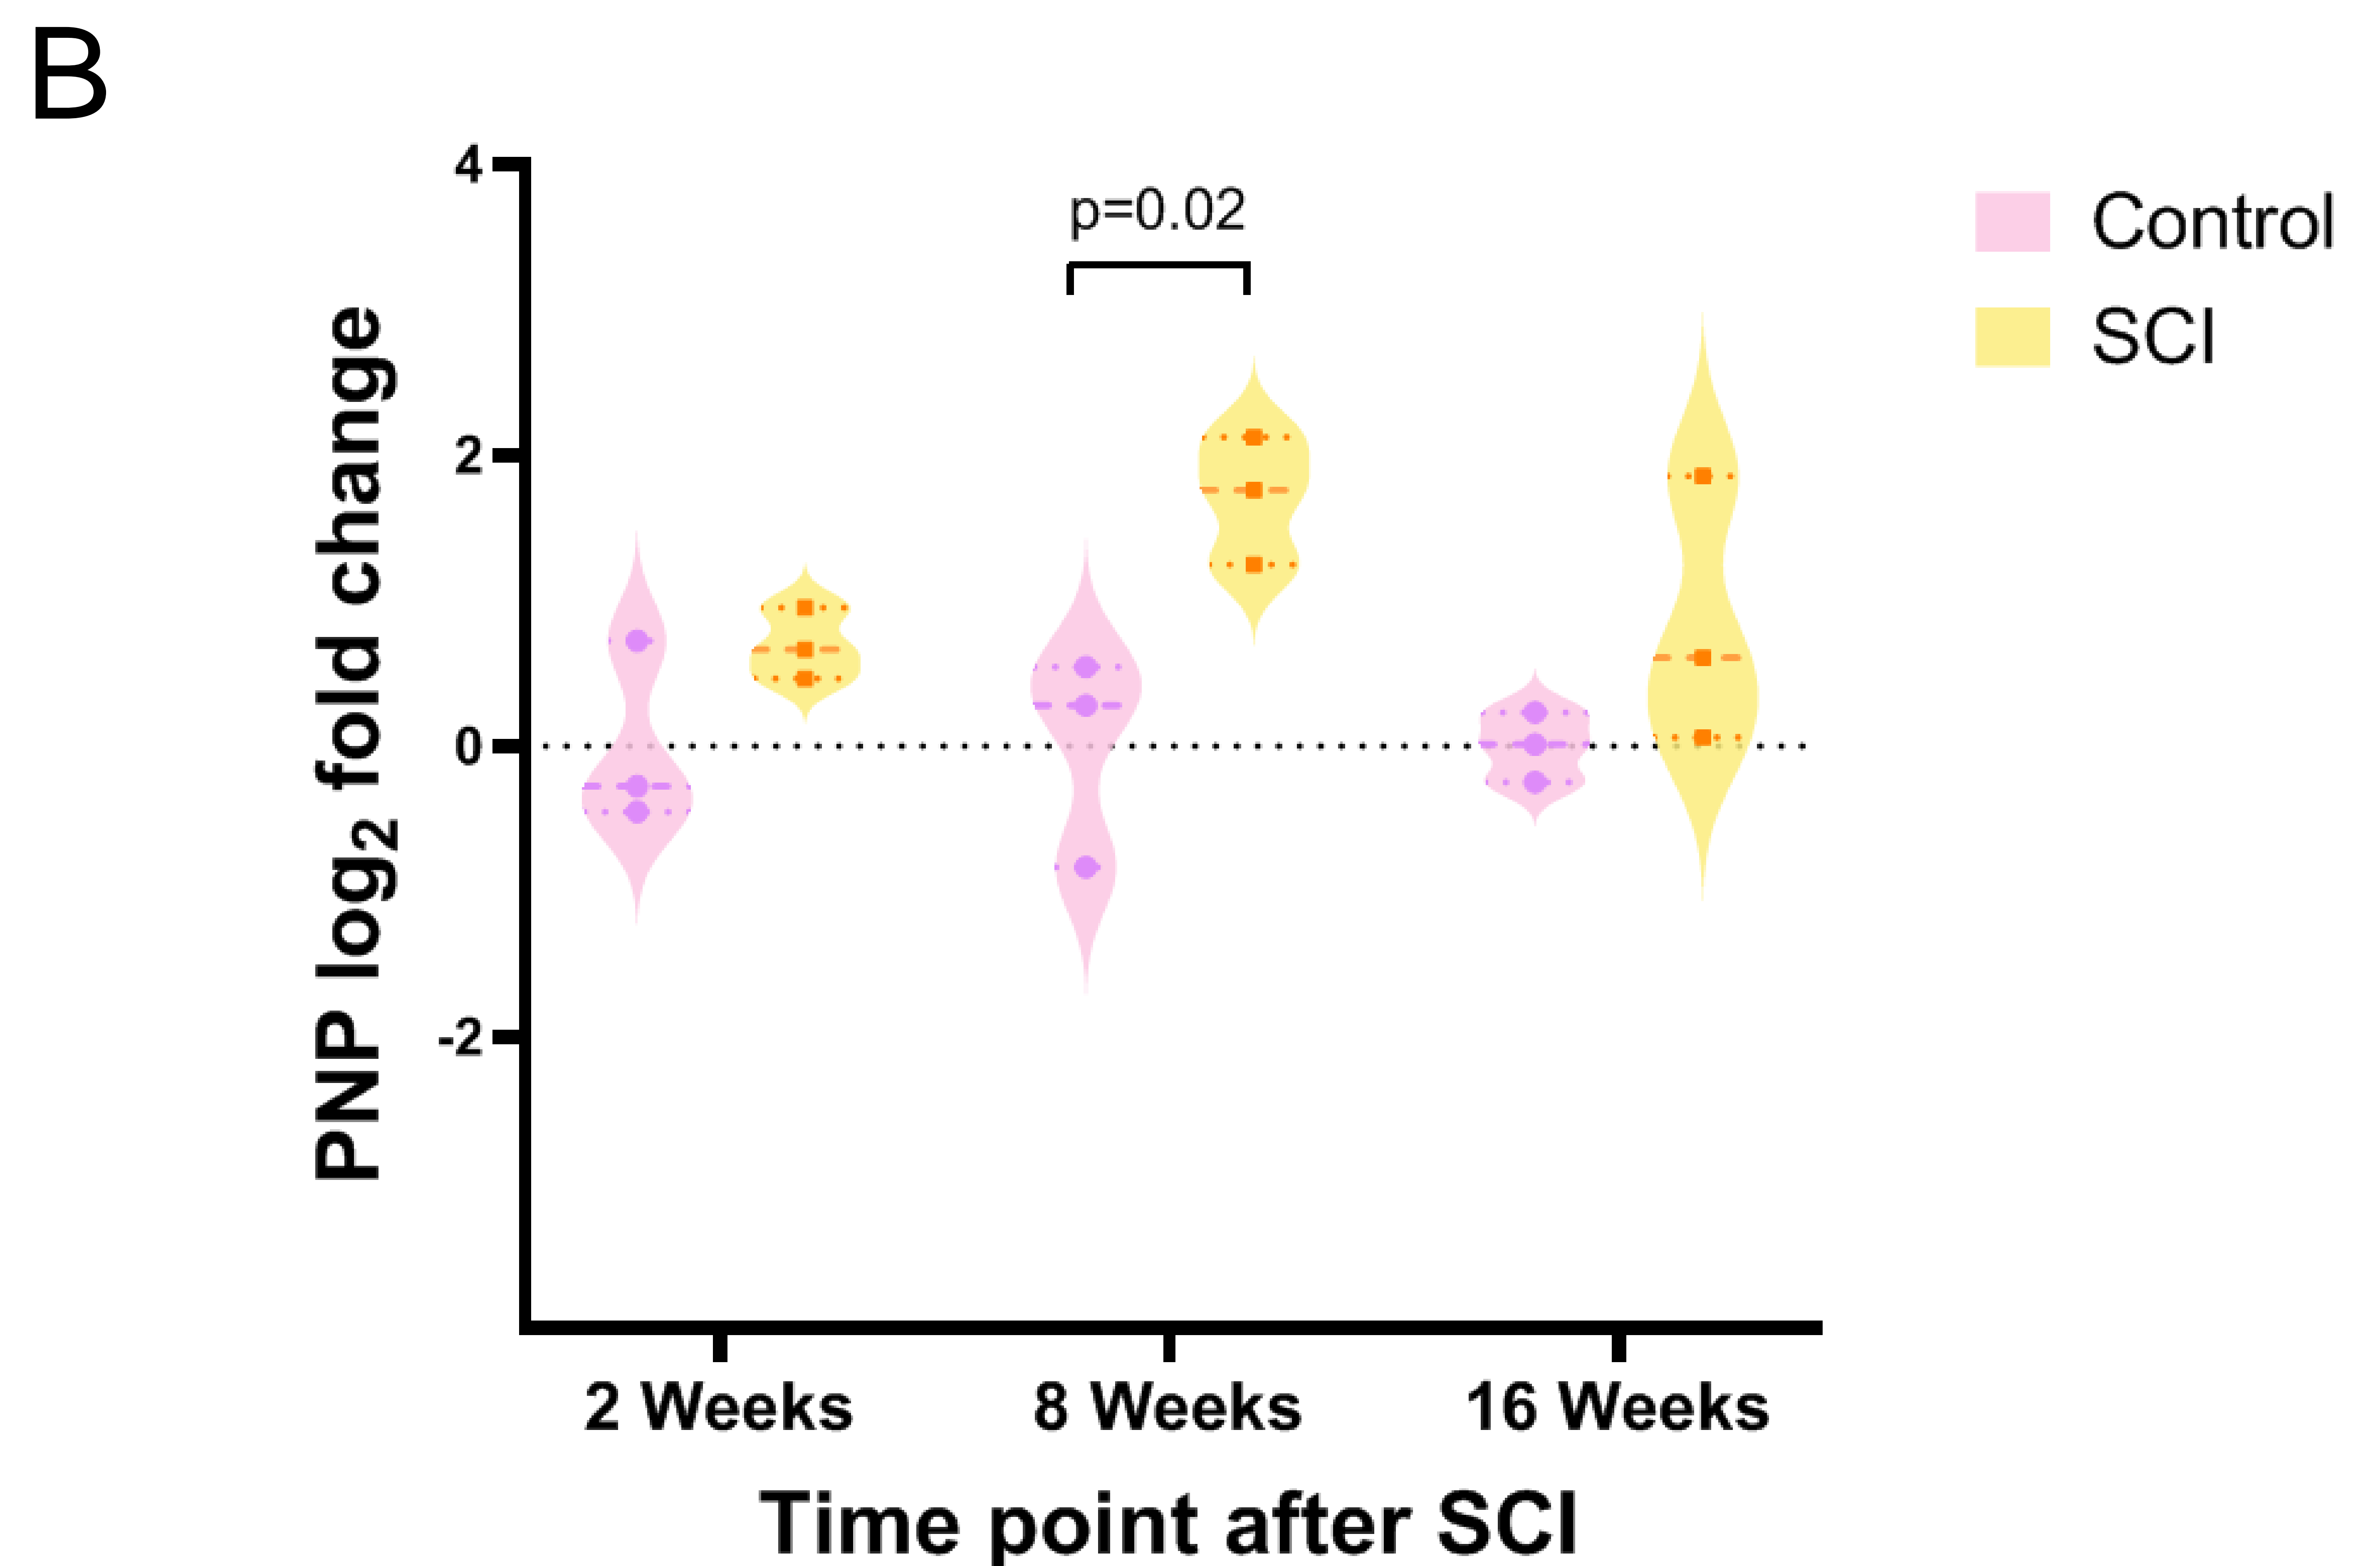

**Supplementary Figure 15**

A

B

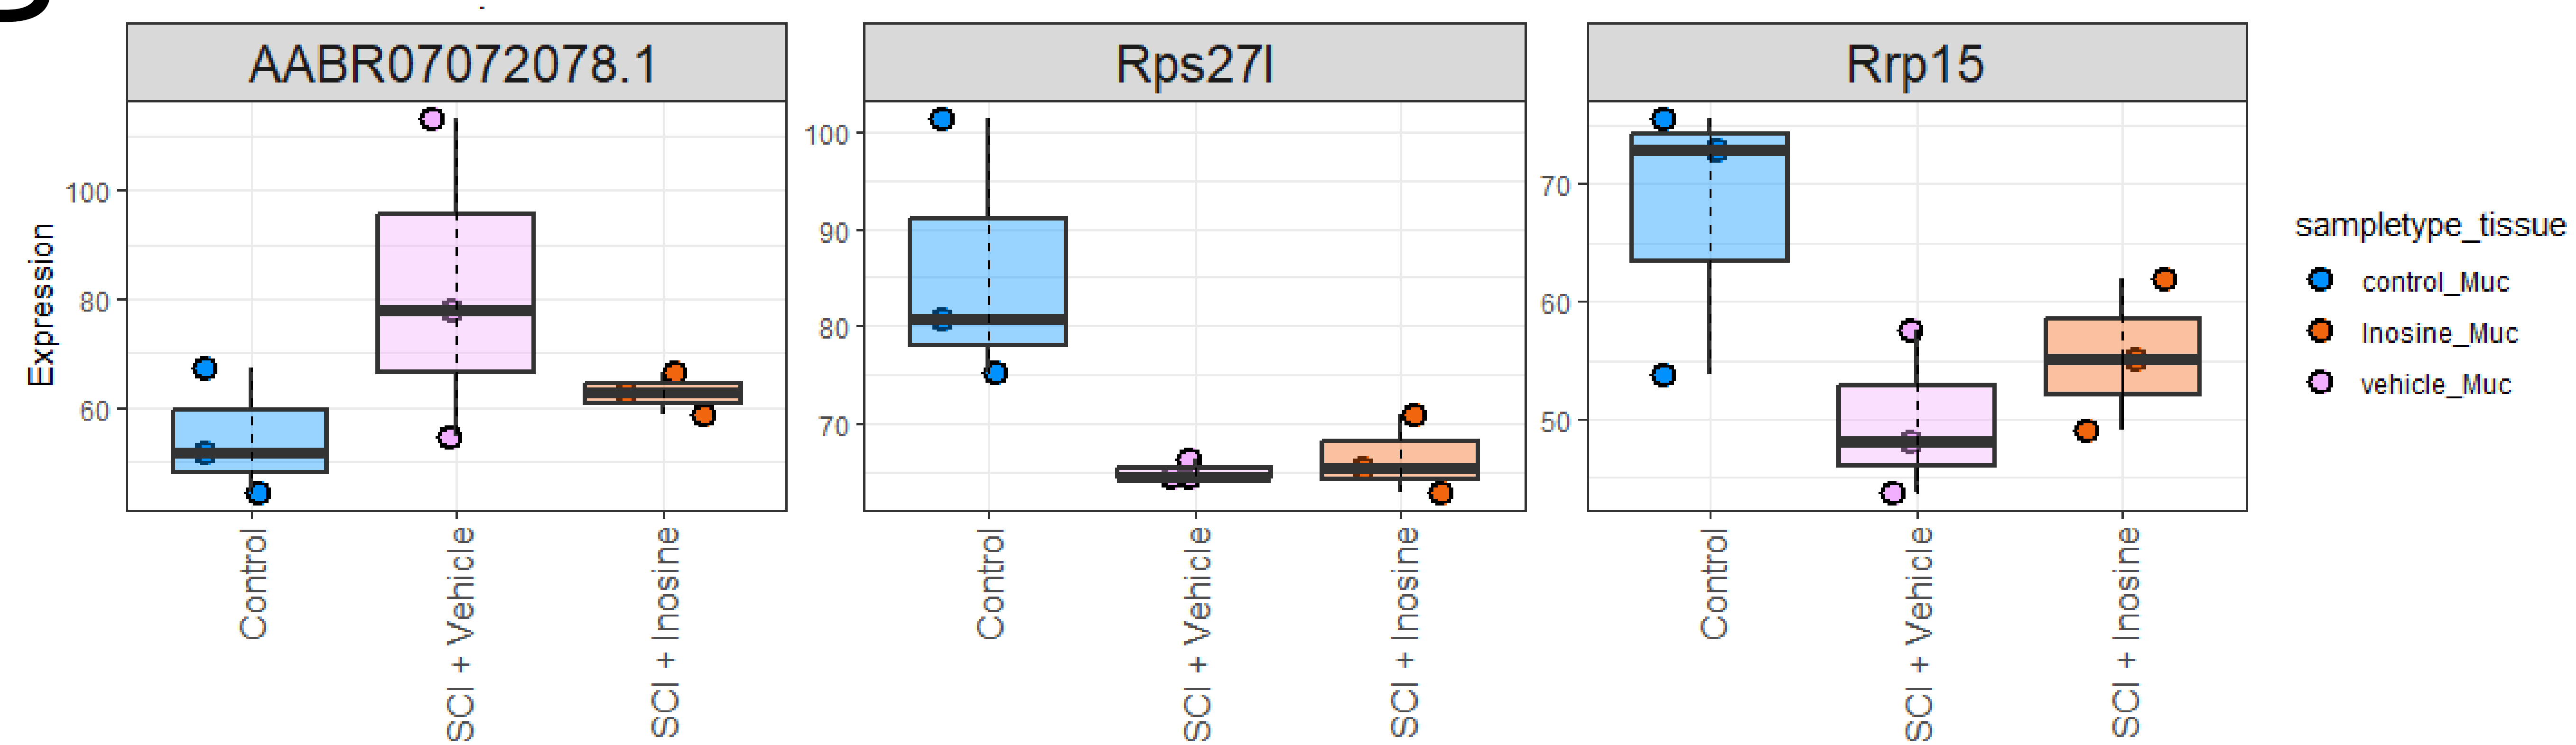

Supplementary Figure 16

A

|               |   |   |   |   |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|---|---|---|---|
| Veh           | + | + | + | + | + | + | - | - | - | - |
| H2O2 50µM     | - | + | - | - | - | - | + | + | - | - |
| H2O2 125µM    | - | - | + | - | - | - | - | - | + | + |
| Inosine 250µM | - | - | - | - | + | - | + | - | + | - |
| Inosine 1mM   | - | - | - | - | - | + | - | + | - | + |

Actb

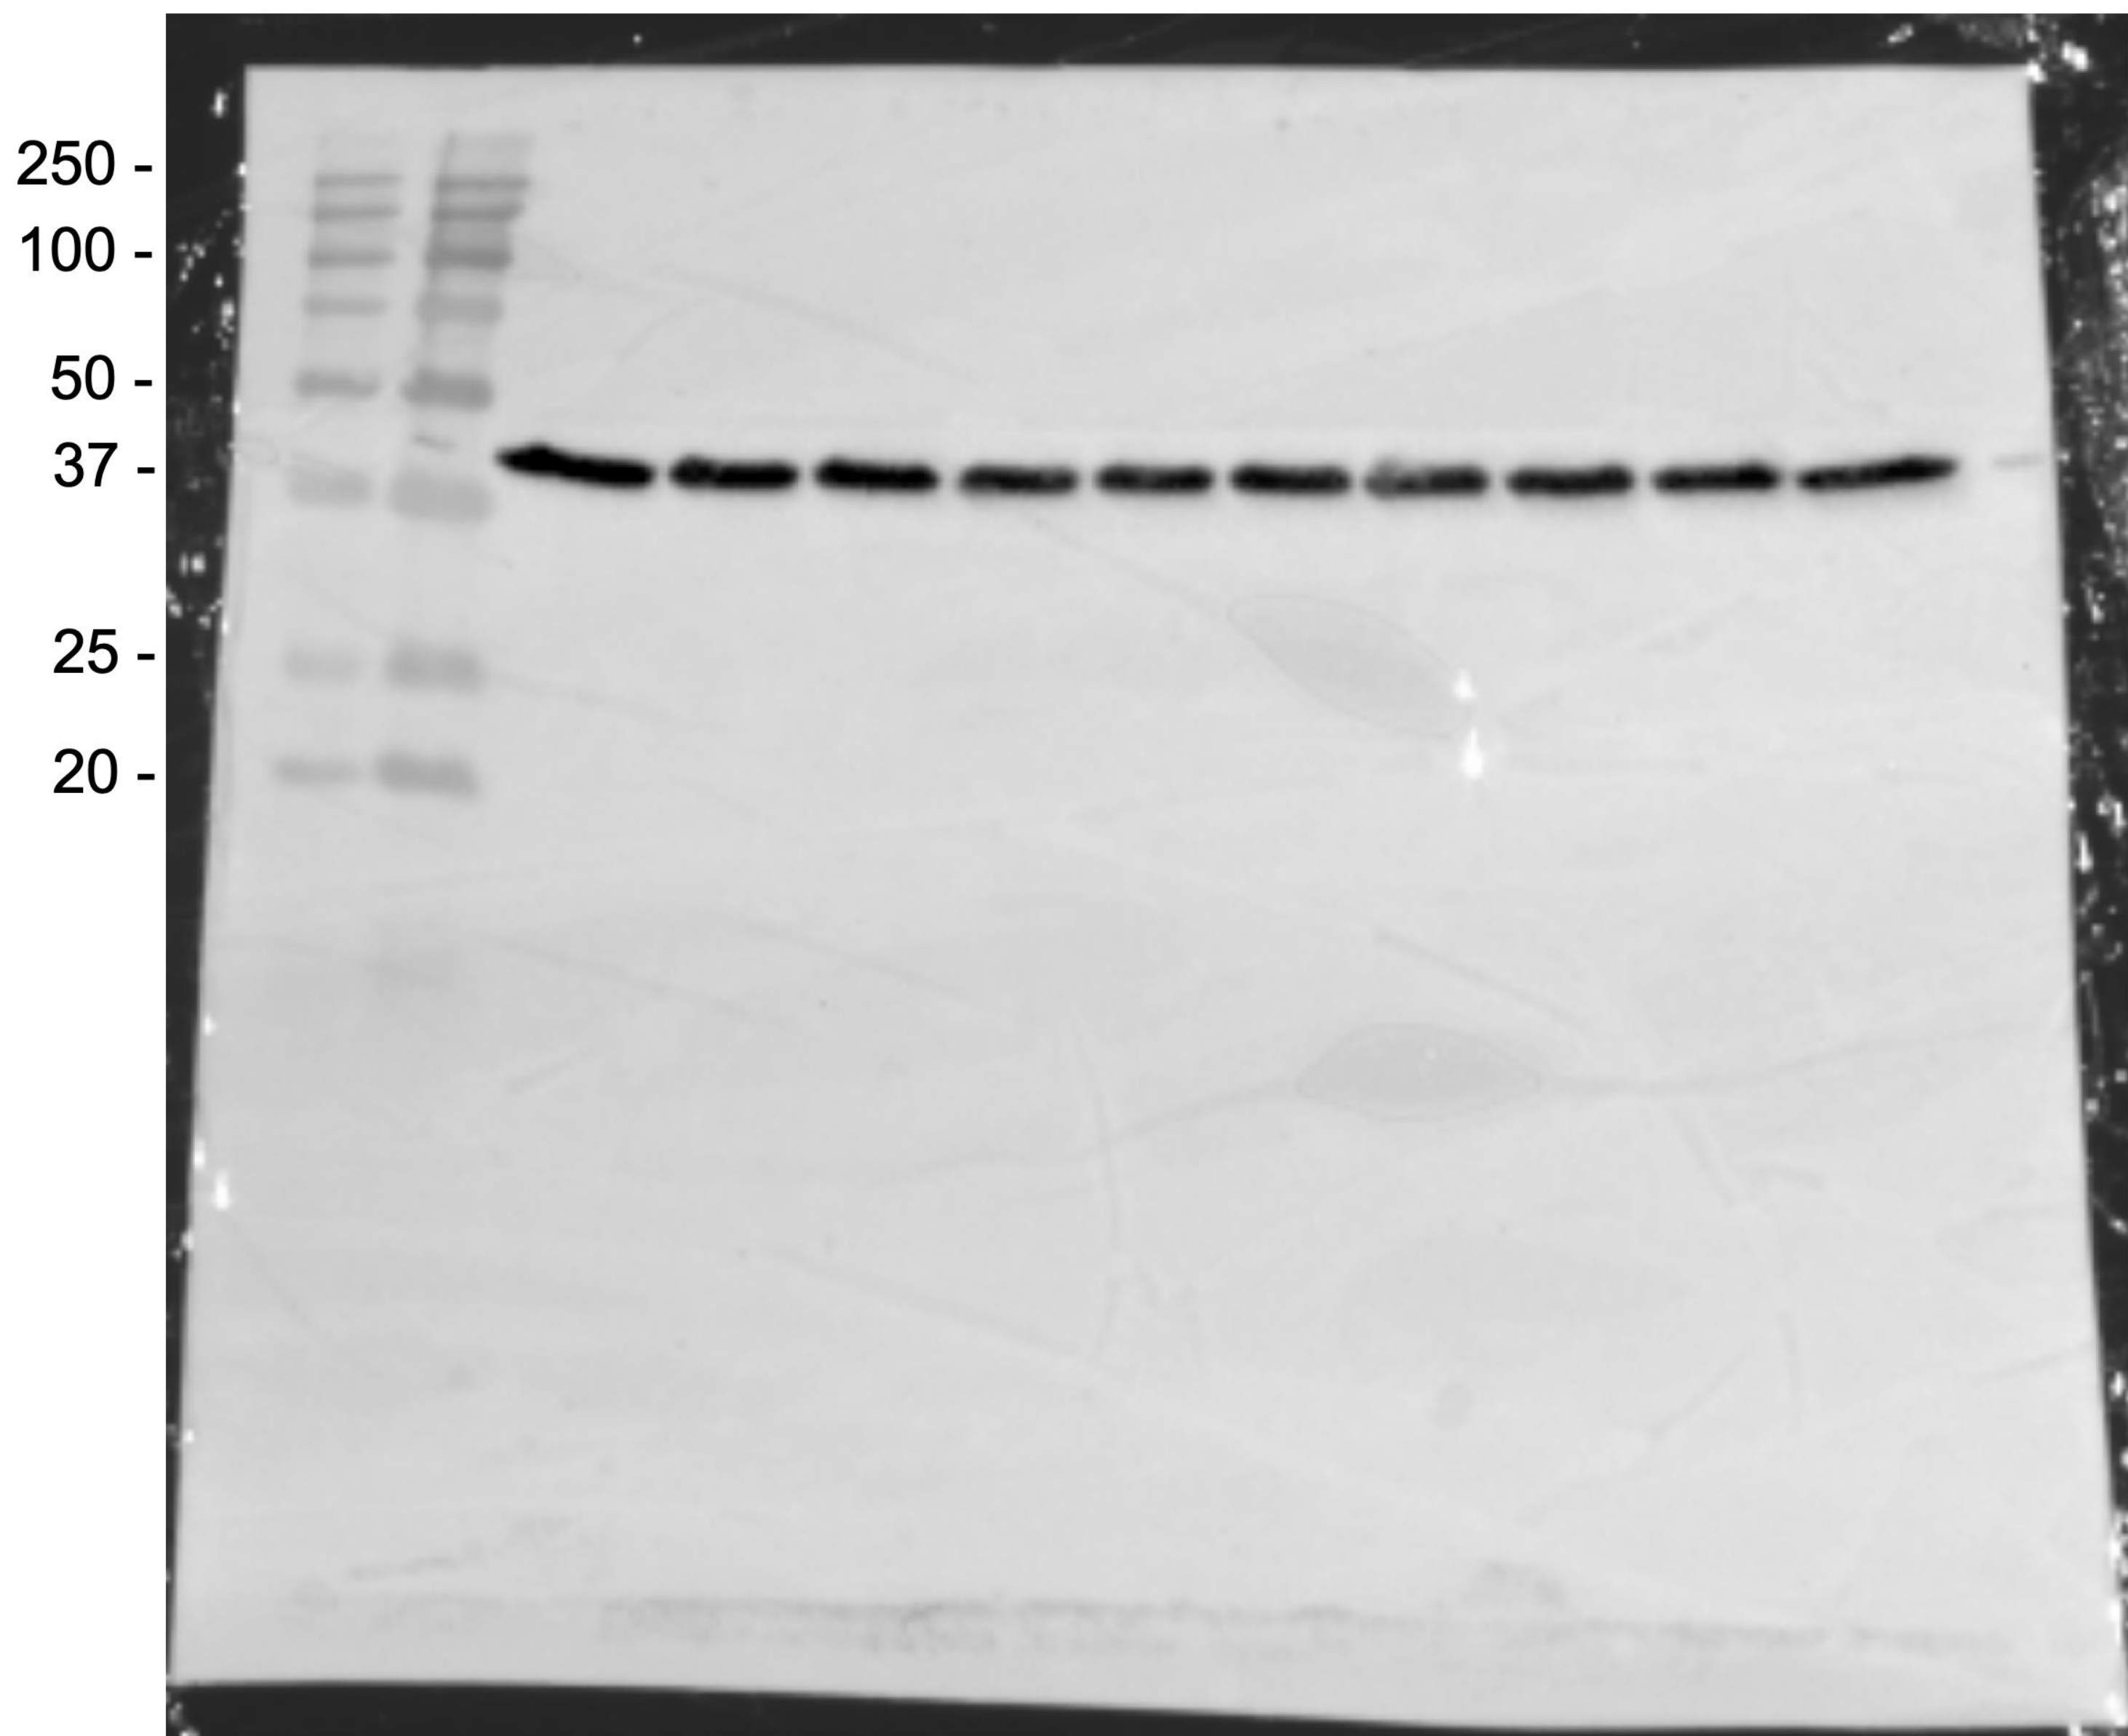

B

|               |   |   |   |   |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|---|---|---|---|
| Veh           | + | + | + | + | + | + | - | - | - | - |
| H2O2 50µM     | - | + | - | - | - | - | + | + | - | - |
| H2O2 125µM    | - | - | + | - | - | - | - | - | + | + |
| Inosine 250µM | - | - | - | - | + | - | + | - | + | - |
| Inosine 1mM   | - | - | - | - | - | + | - | + | - | + |

pATM

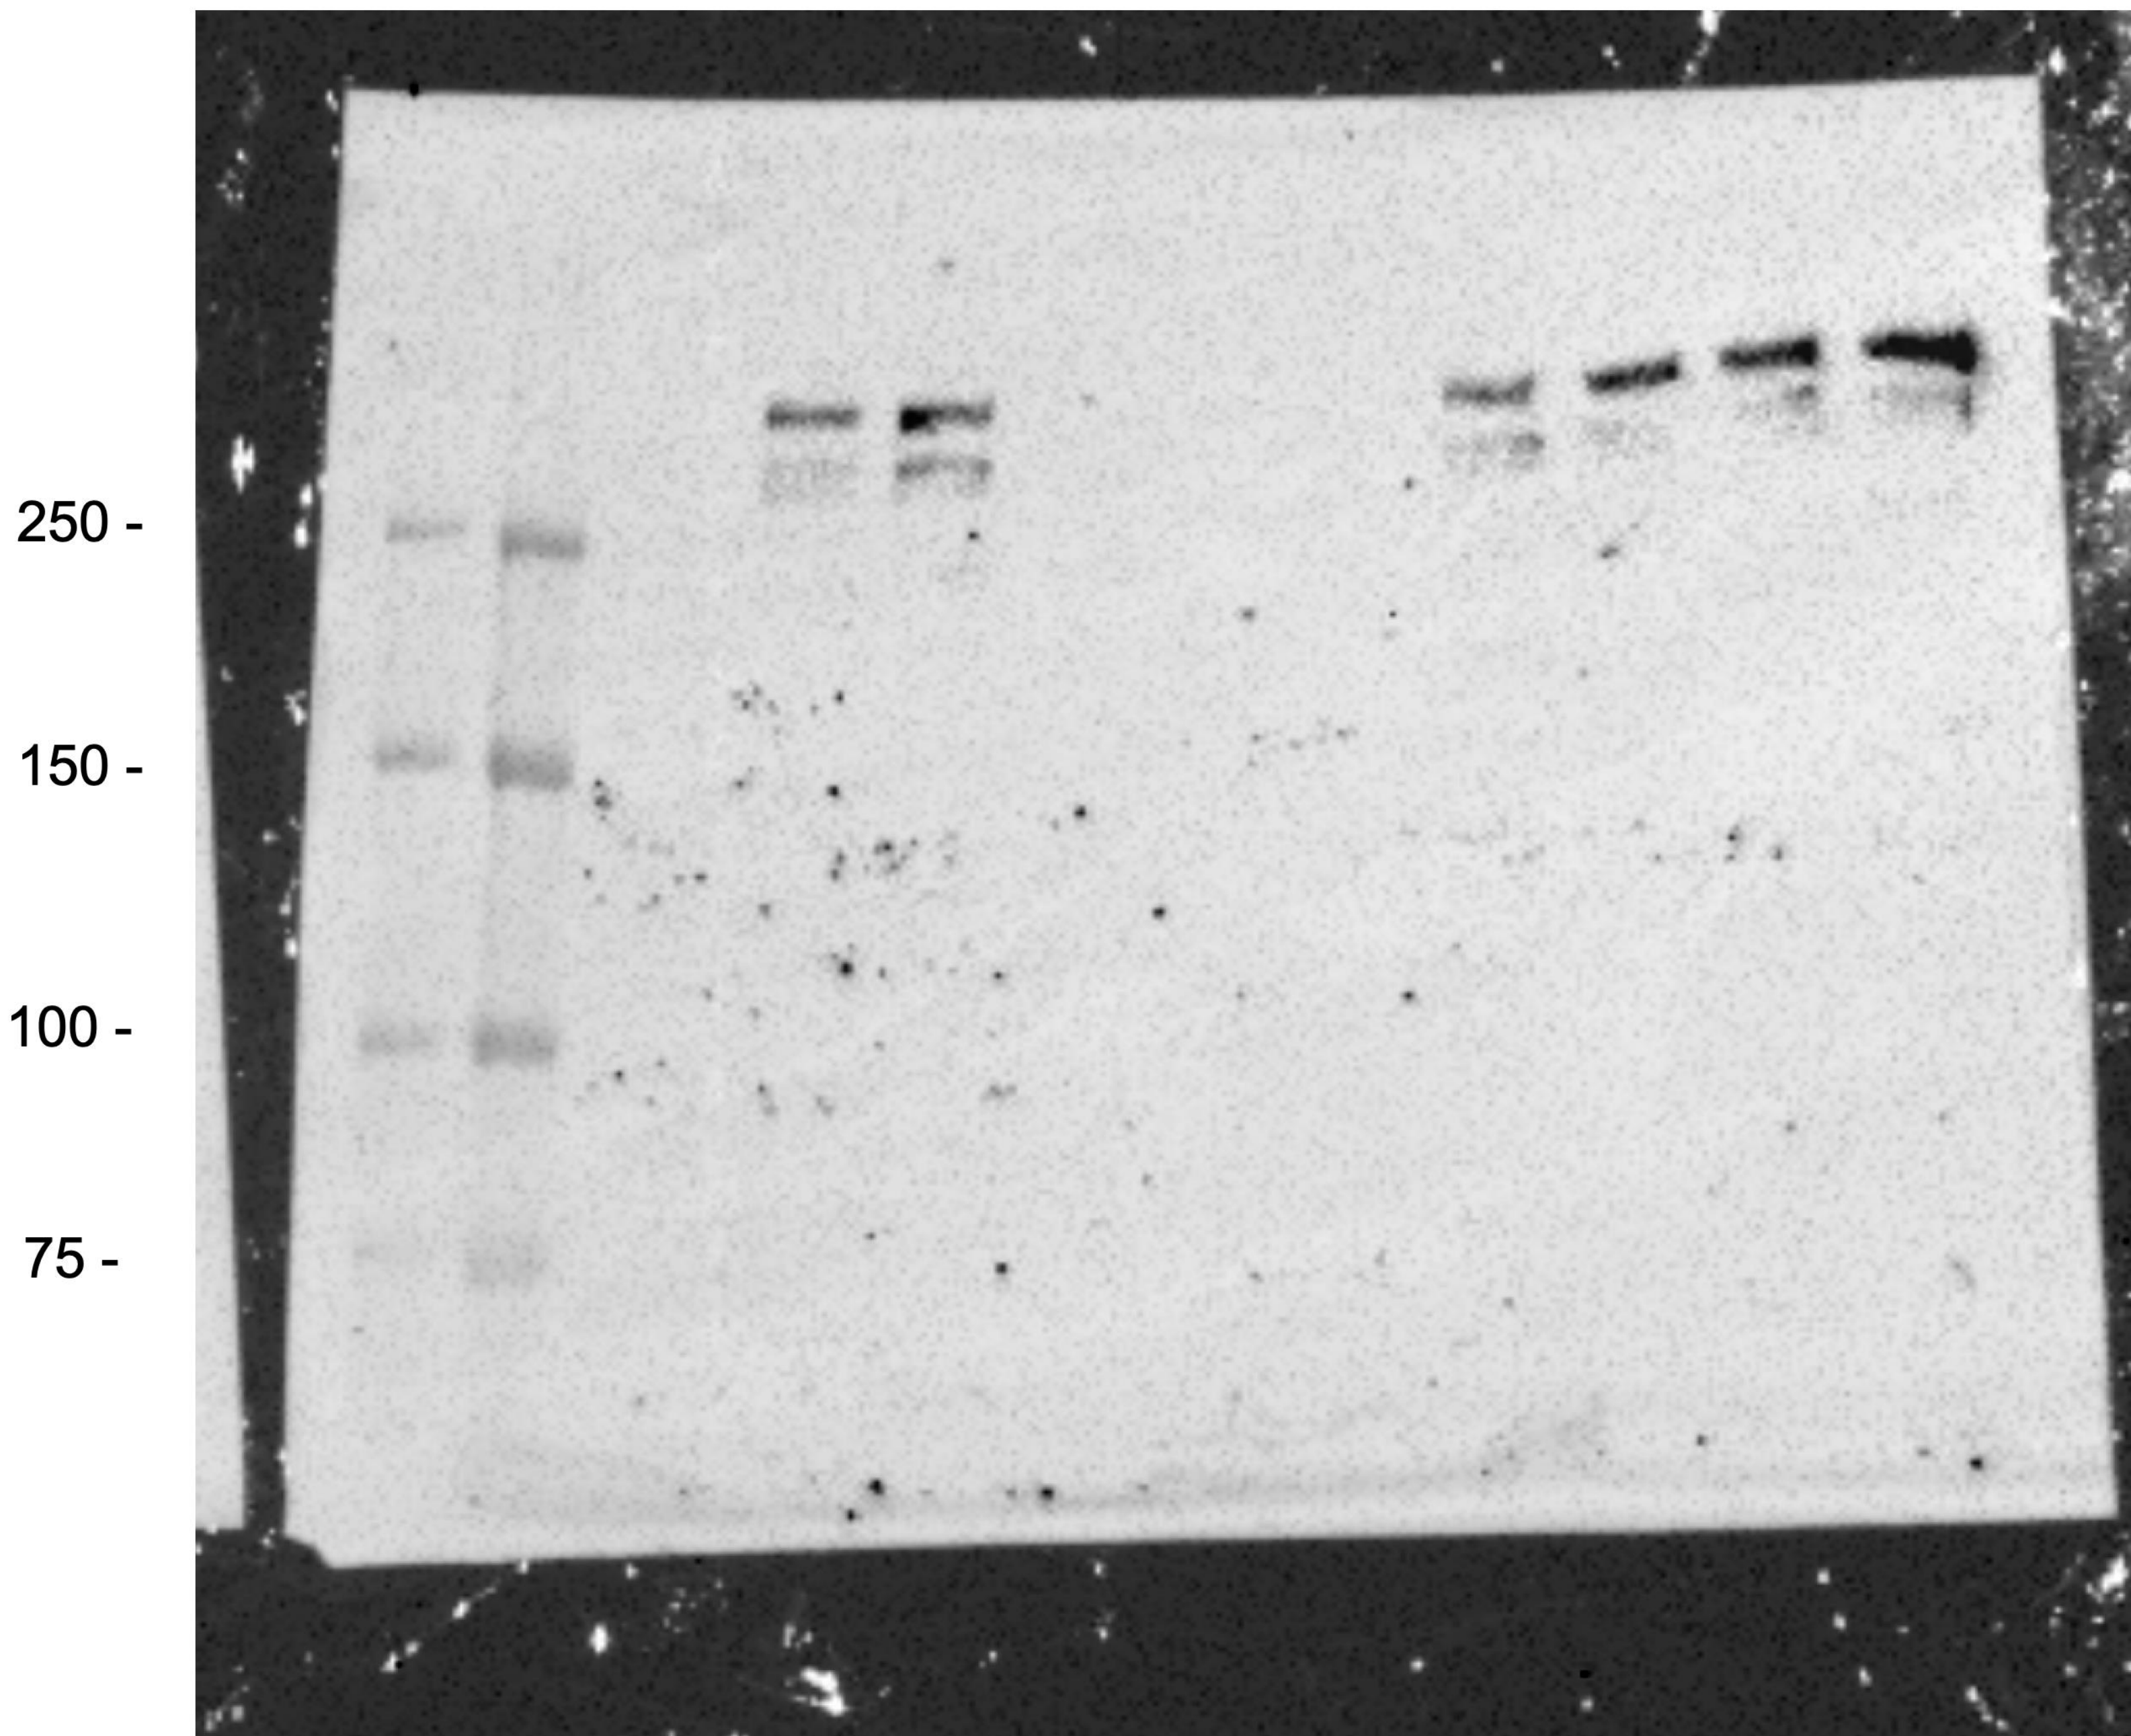

C

|               |   |   |   |   |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|---|---|---|---|
| Veh           | + | + | + | + | + | + | - | - | - | - |
| H2O2 50µM     | - | + | - | - | - | - | + | + | - | - |
| H2O2 125µM    | - | - | + | - | - | - | - | - | + | + |
| Inosine 250µM | - | - | - | - | + | - | + | - | + | - |
| Inosine 1mM   | - | - | - | - | - | + | - | + | - | + |

yH2AX

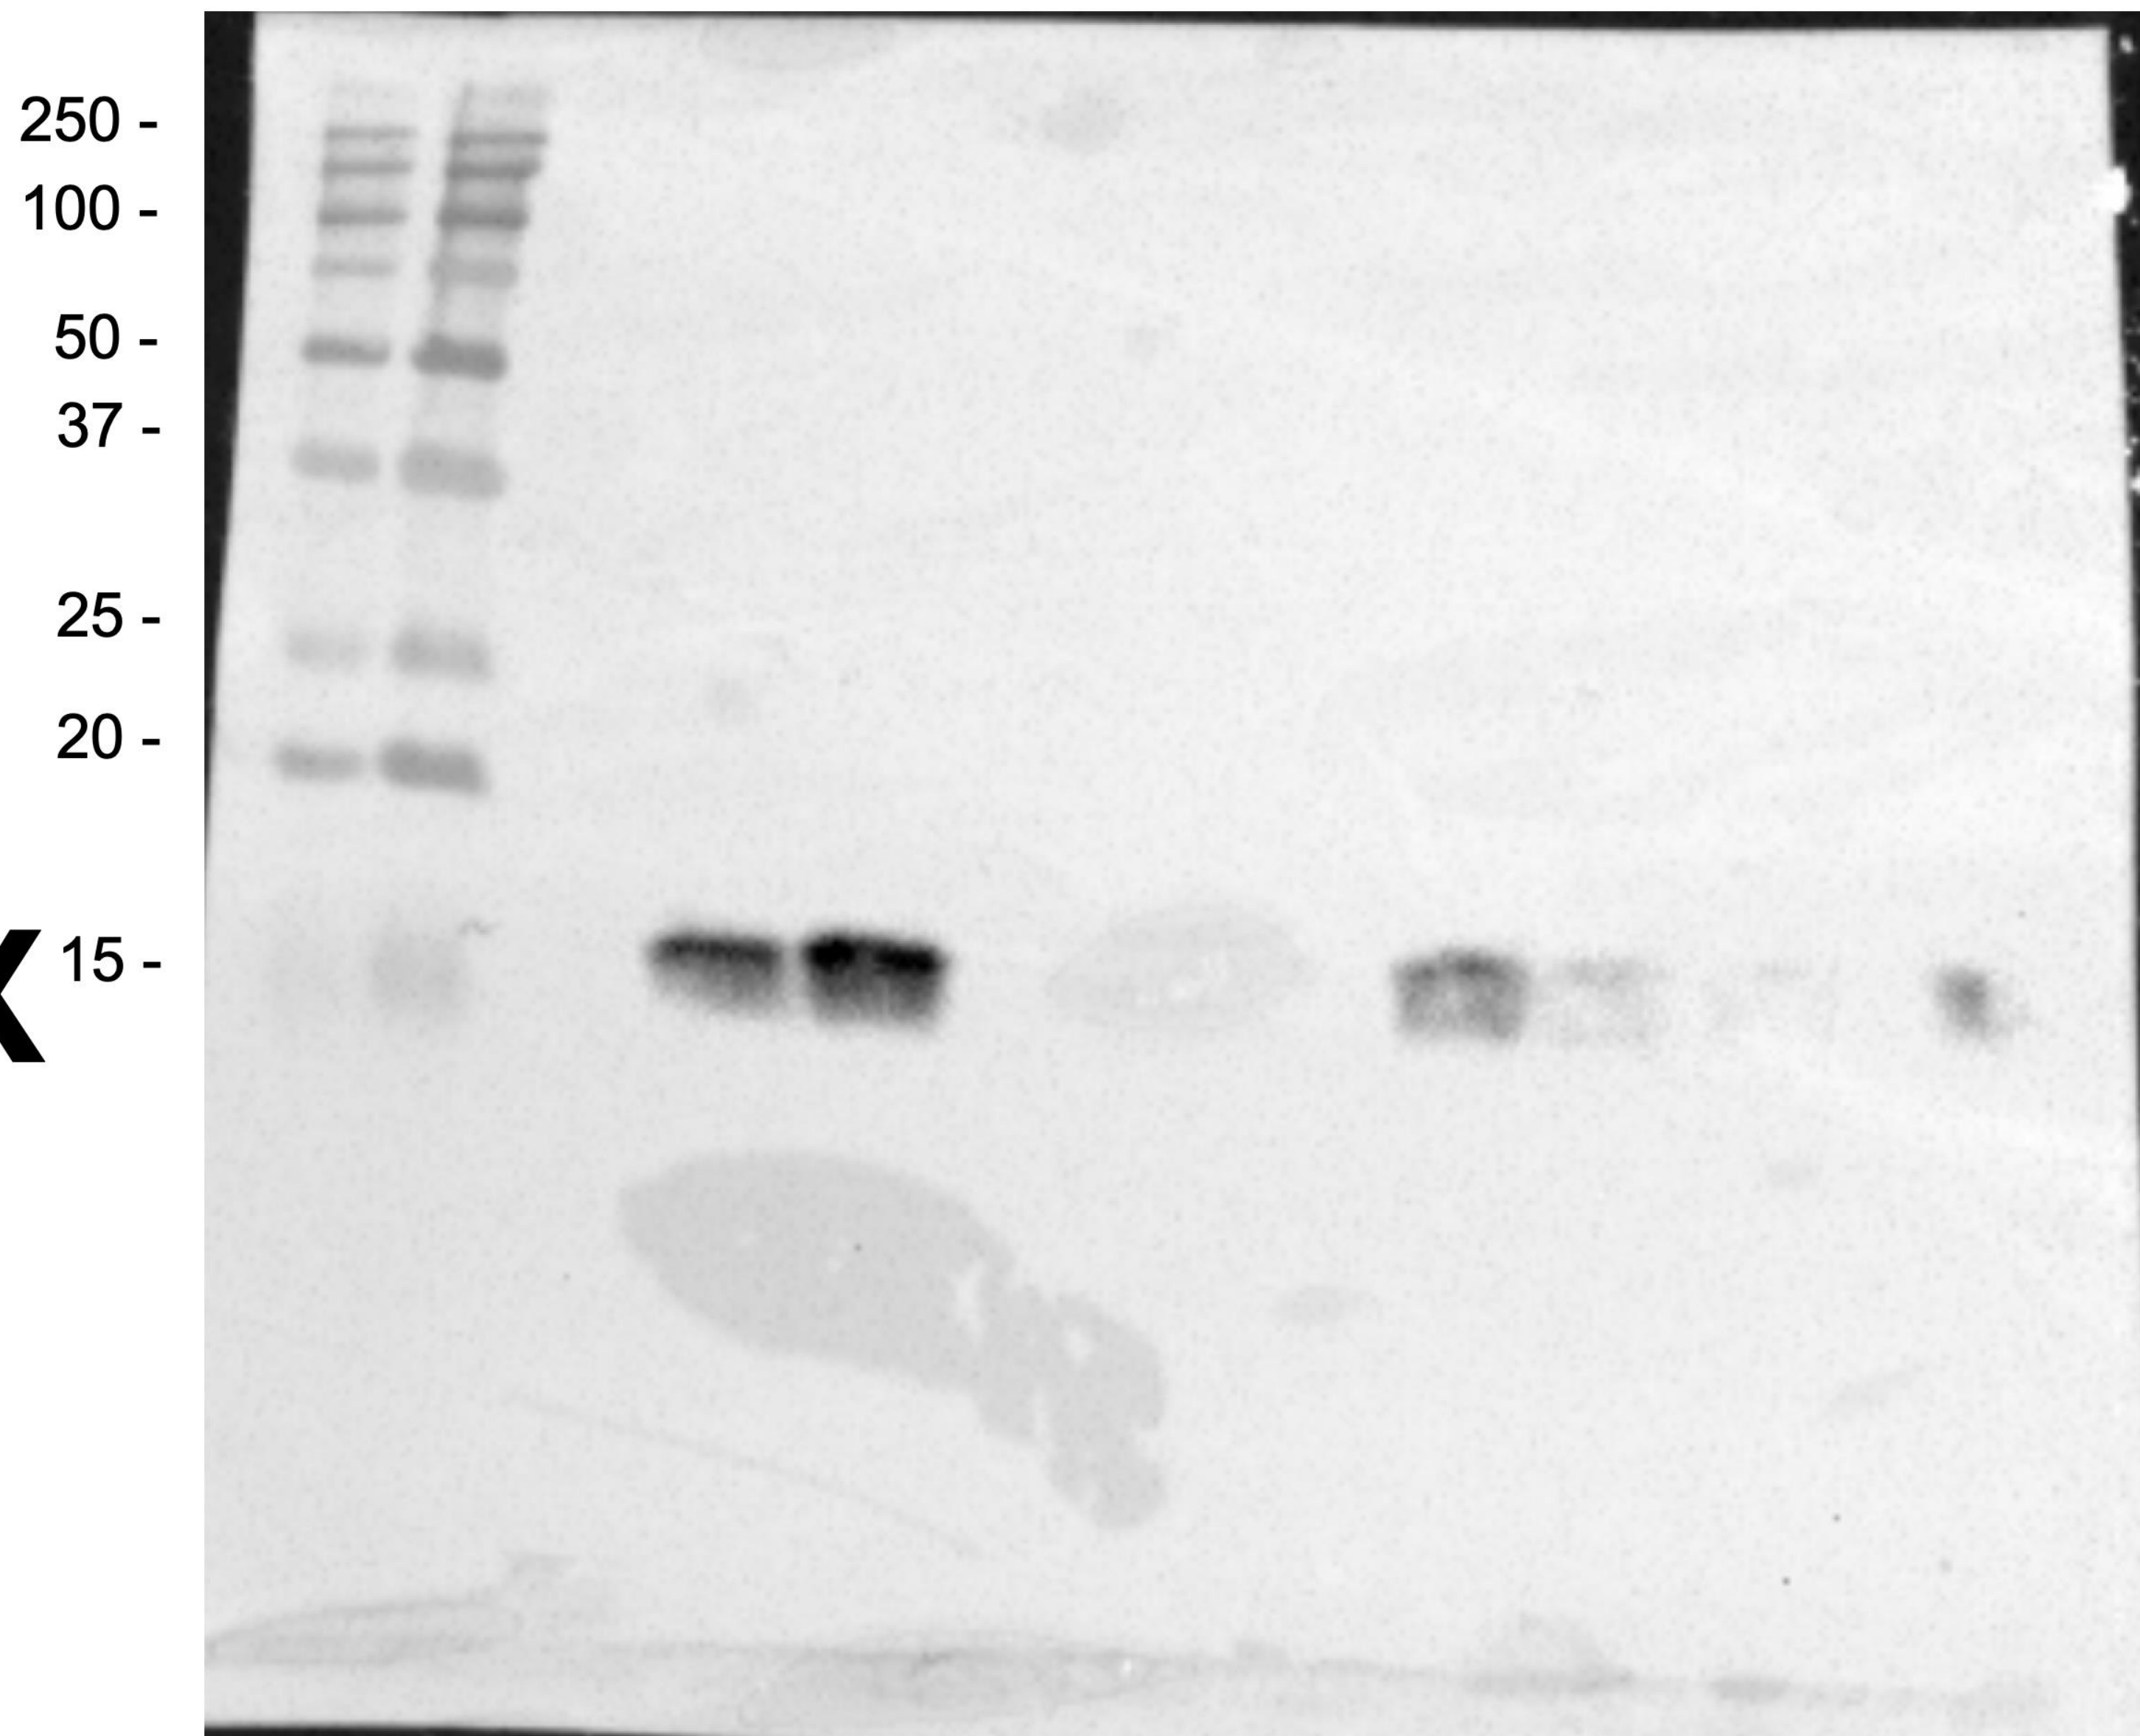

D

|               |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|
| Veh           | + | + | + | + | + | + |
| H2O2 50µM     | - | + | - | + | - | + |
| Inosine 250µM | - | - | + | + | - | - |
| Inosine 1mM   | - | - | - | - | - | + |

PAR

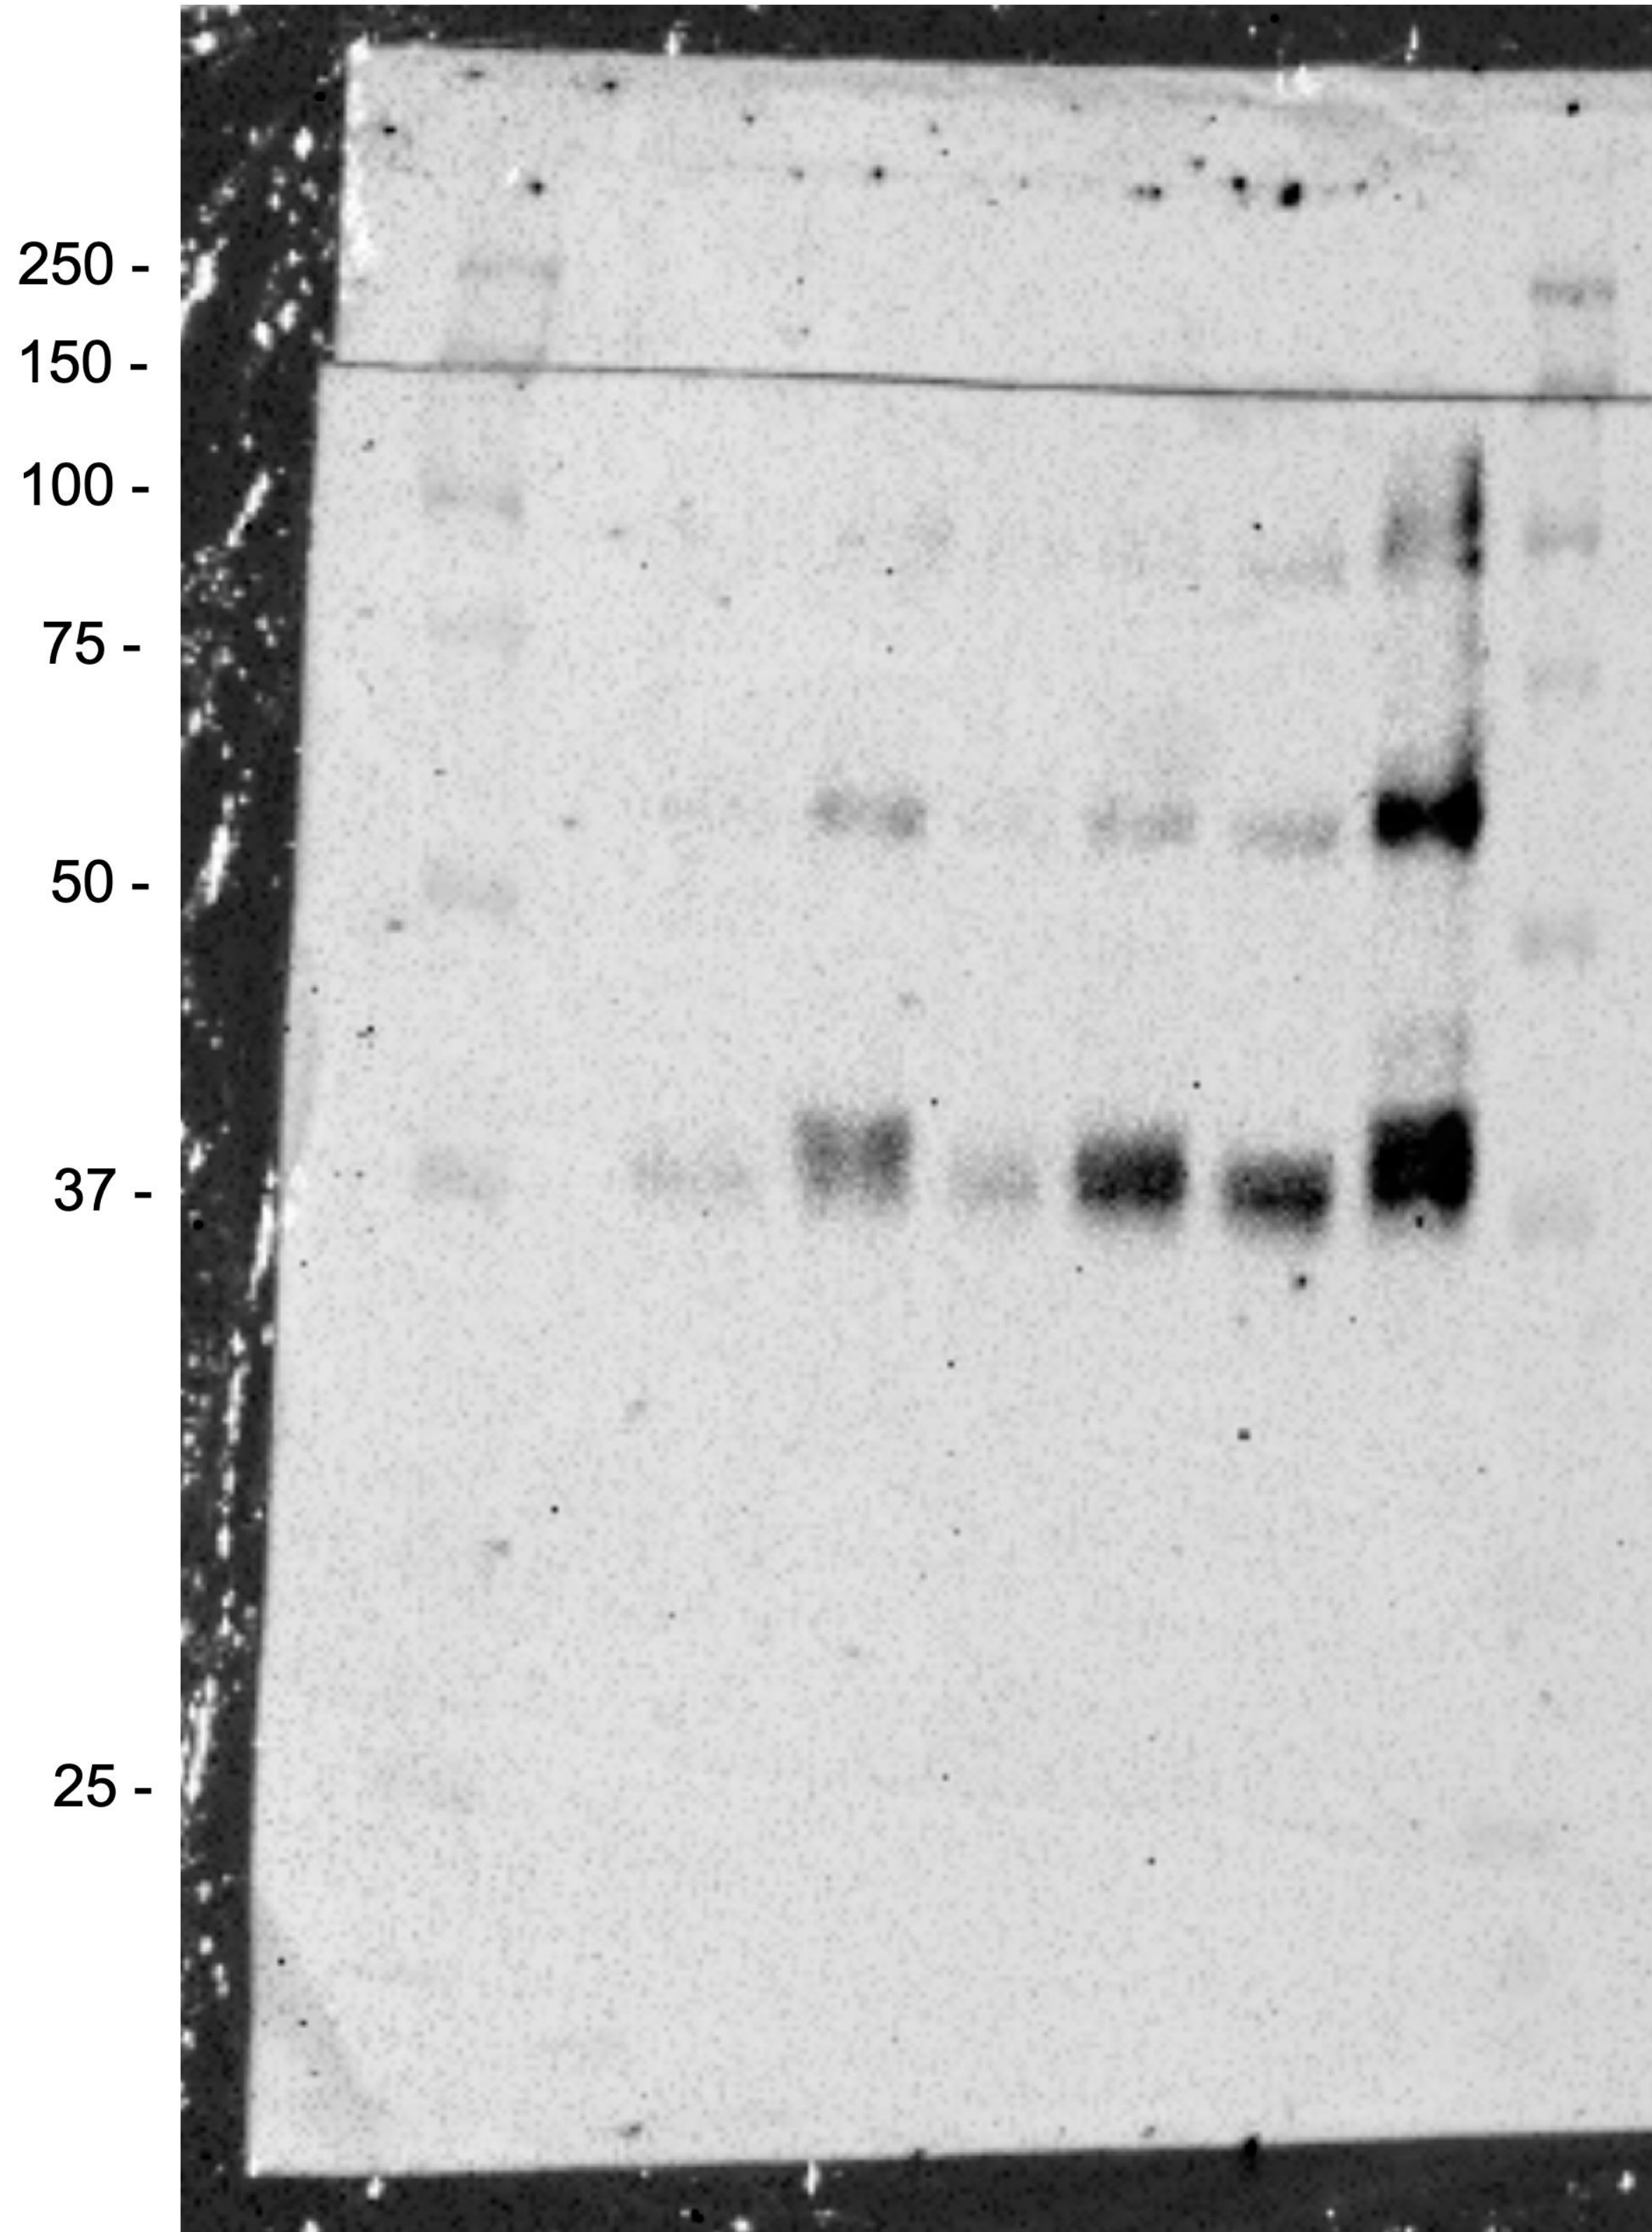

E

|               |   |   |   |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|---|---|---|
| H2O2 50µM     | - | + | - | - | + | - | - | + | - |
| H2O2 250µM    | - | - | + | - | - | + | - | - | + |
| Veh           | + | + | + | - | - | - | - | - | - |
| Inosine 250µM | - | - | - | + | + | + | - | - | - |
| Olaparib 10µM | - | - | - | - | - | - | + | + | + |

|               |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|
| H2O2 50µM     | - | + | - | - | + | - |
| H2O2 250µM    | - | - | + | - | - | + |
| Veh           | + | + | + | - | - | - |
| Inosine 250µM | - | - | - | + | + | + |
| PARGi 5µM     | + | + | + | + | + | + |

PAR

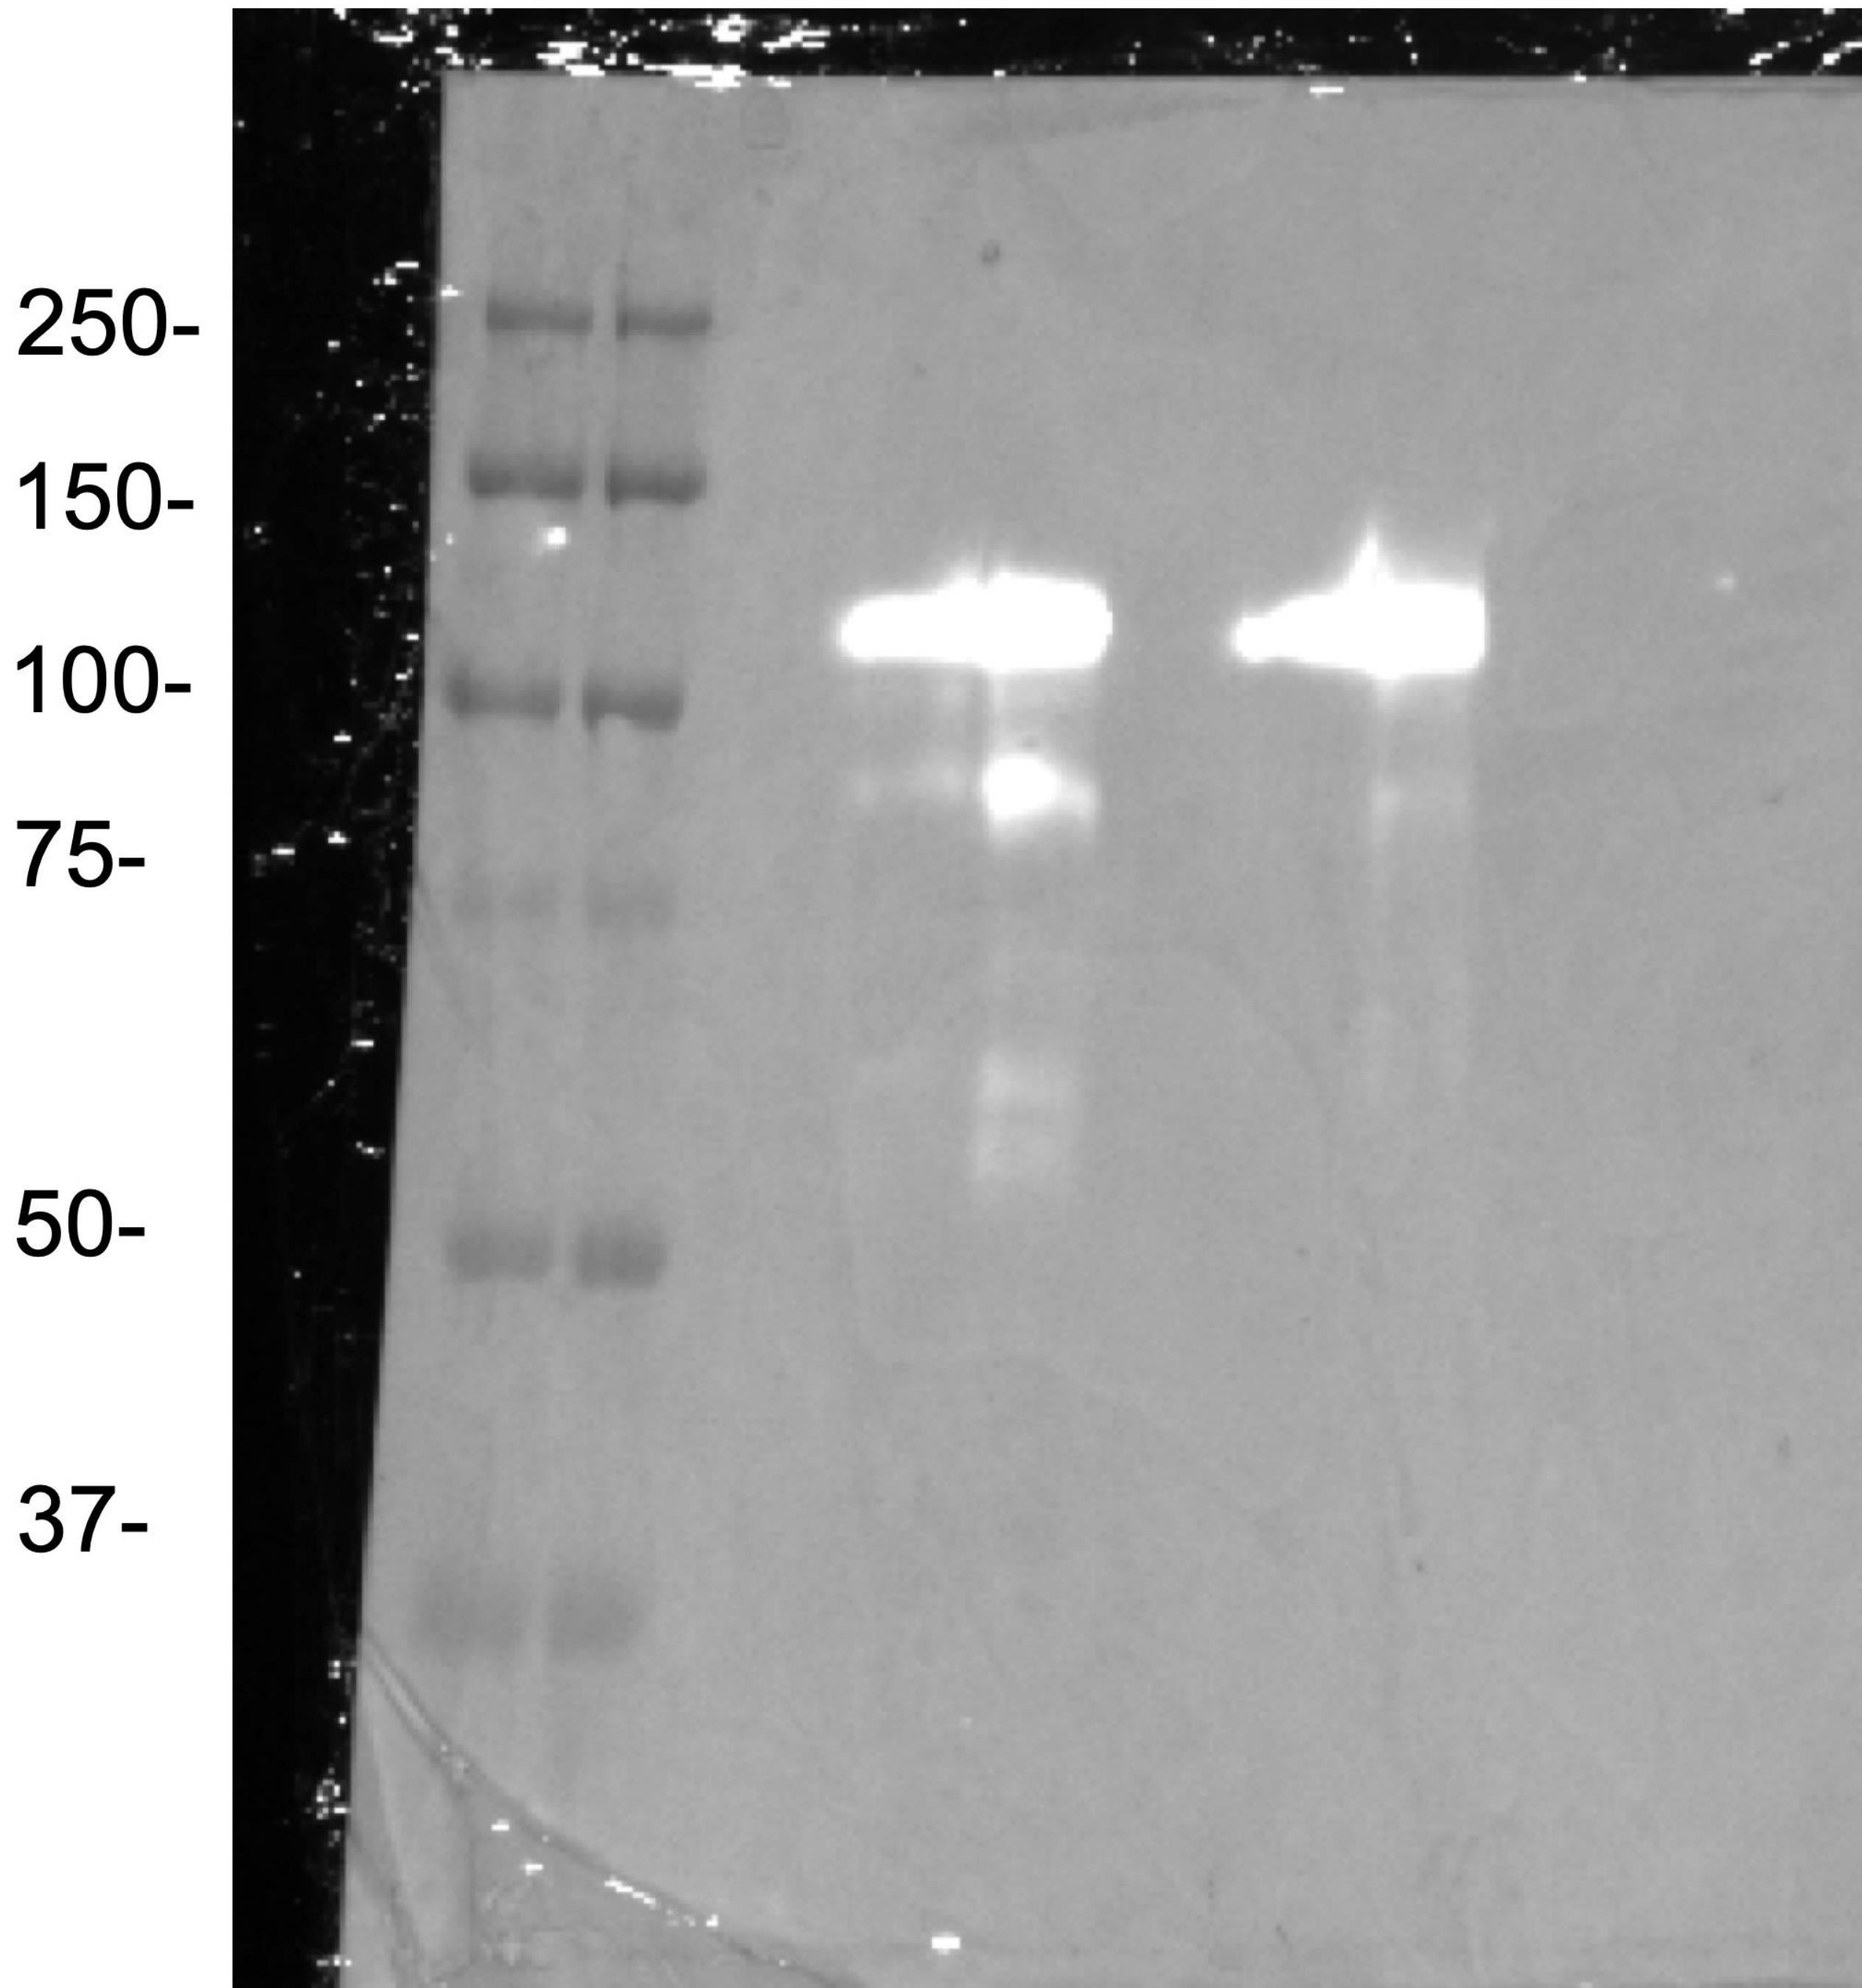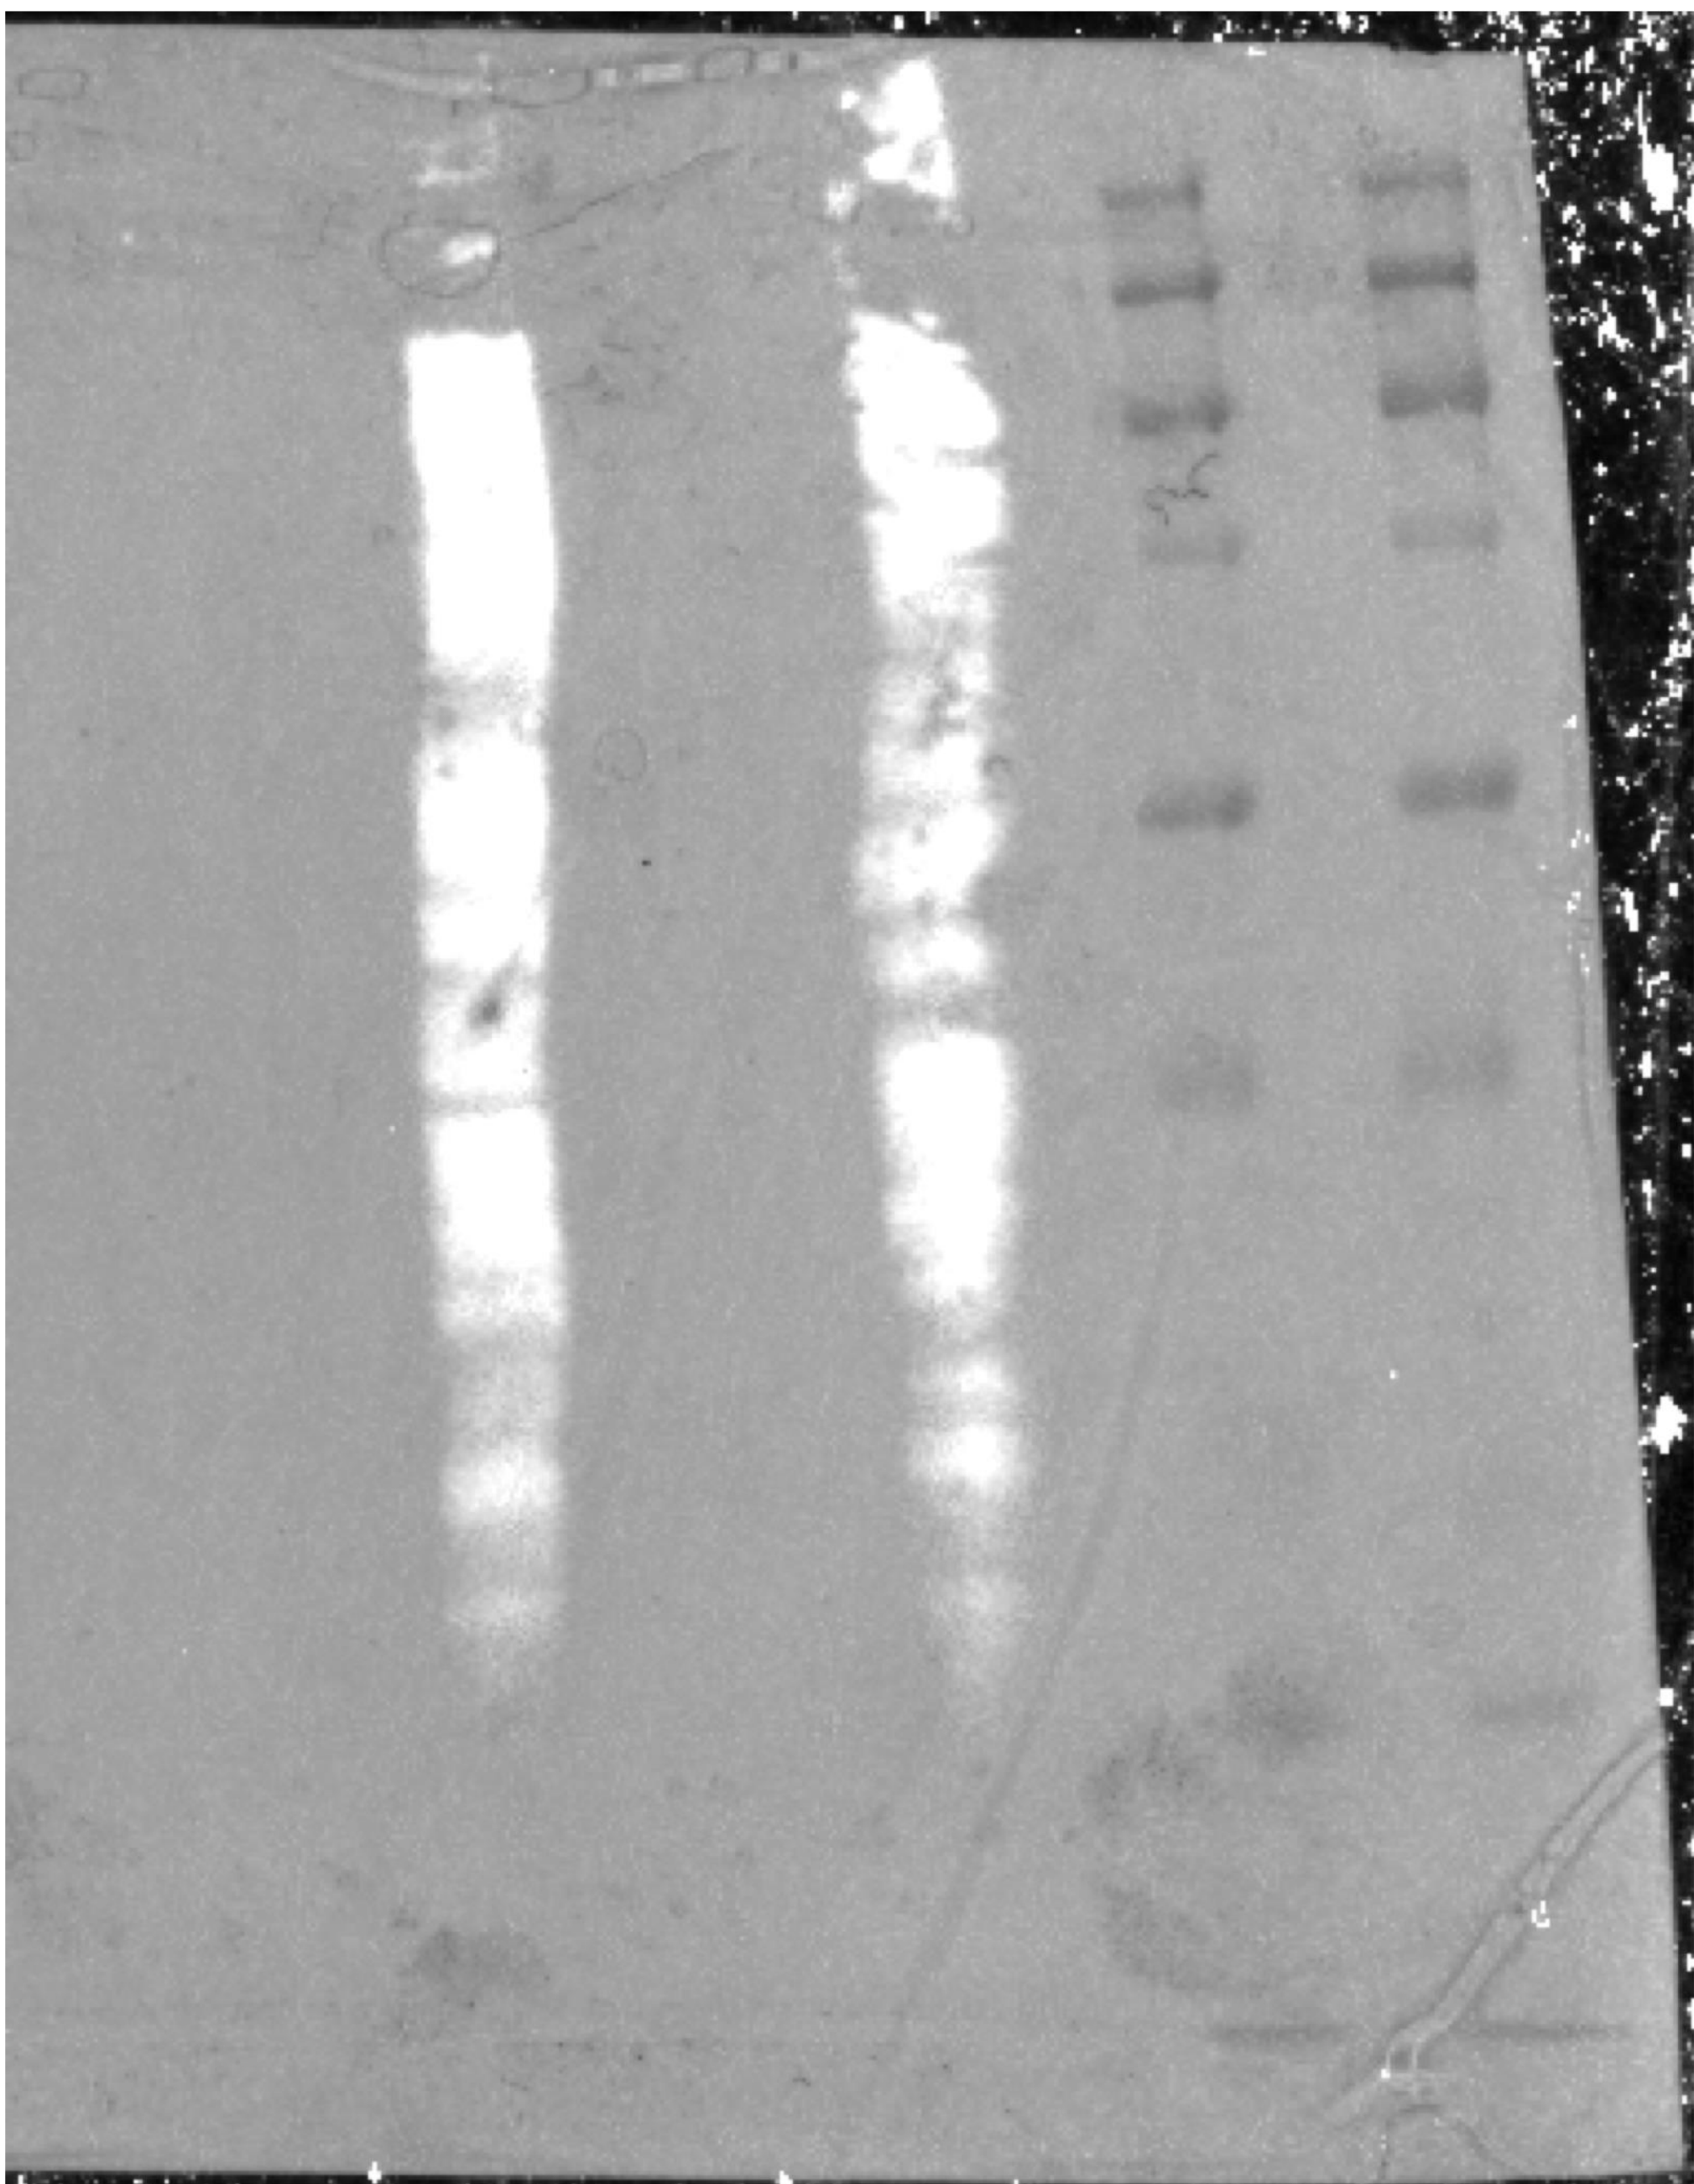

Supplementary Figure 17

## Supplementary Figure Legends

### Supplementary Figure 1. Validation of differentially expressed genes (DEGs) using NanoString analysis in control and SCI rat bladders across three time points.

Radial plots show log<sub>2</sub> fold changes of selected DEGs comparing RNA sequencing and NanoString data at (A) 2 weeks (RNA-seq (blue line); NanoString (orange line)), (B) 8 weeks (RNA-seq (light blue line); NanoString (dark blue line)) and (C) 16 weeks (RNA-seq (red line); NanoString (green line)) after SCI (n=6-7 biological replicates per time point). DEGs are arranged around the circle, with red shading indicating up- and green shading indicating down-regulated genes. For each time point, scatter plots below the radial plots display the correlation between RNA-seq (y-axis) and NanoString (x-axis) log<sub>2</sub> fold changes. Linear regression analysis shows strong correlation at each time point, as indicated by Pearson correlation coefficients and p-values: 2 weeks, R = 0.77, p = 1.1e-10; 8 weeks, R = 0.87, p < 0.001; 16 weeks, R = 0.89, p < 0.001. Volcano plots of DEGs in bladder samples at 2 wks (D), 8 wks (E) and 16 wks (F) after SCI versus age-matched controls. The horizontal dotted line represents the cutoff for statistical significance (p-value < 0.05); vertical dotted lines indicate a log fold change (FC) of -2 and 2, representing thresholds for down- and up-regulation, respectively. Scatterplots of DEGs in bladder samples at 2 wks (G), 8 wks (H) and 16 wks (I) after SCI versus age-matched controls, showing the top 500 DEGs ranked by p-value, with log (FC) on the x-axis and log counts per million (CPM) on the y-axis. Genes meeting the significance criteria (|logFC|, p-value, logCPM) are labeled green if downregulated (logFC < -1), and red if upregulated (logFC > 1). The size of each point corresponds to logCPM values, and the color gradient represents the p-value (ranging from blue to white). Red vertical and horizontal lines indicate the logFC and logCPM thresholds used for gene selection.

### Supplementary Figure 2: Enrichment analysis of differentially expressed genes in the bladder from the SCI time course.

Hierarchical clustering of enrichment analyses using (A) gene ontology terms for molecular function (GO-MF) (B) KEGG pathways and (C) gene ontology terms for cellular compartment (GO-CC). (D) Bar plot summarizing the count of DNA damage-associated GO terms identified in different datasets comparing SCI versus control rat bladders at 2, 8, and 16 weeks after SCI. The GO terms are categorized into the following groups: Biological Processes (BP): Indicated by **blue bars**, Cellular Components (CC): Indicated by **red bars**, Molecular Functions (MF): Indicated by **gray bars**. The x-axis represents the dataset and GO category, while the y-axis represents the count of DNA damage-related GO terms.

**Supplementary Figure 3. Canonical pathway analysis of differentially expressed genes (DEGs) in the bladder from the SCI time course.**

Pathways enriched at 2 wks (A), 8 wks (B), and 16 wks (C) following SCI. Bar graph shows the  $-\log_{10}(p\text{-value})$  of pathway enrichment for DEGs compared to control bladders. Pathways are categorized by predicted activity using z-scores: positive z-score (purple) indicates up-regulated pathways, negative z-score (green) indicates down-regulated pathways, and white bars indicate pathways with no predicted activity pattern available. The top pathways include those related to wound healing (GP6 signaling pathway, Wound healing) and innervation (Axonal Guidance, Neurotrophin/TRK signaling). This analysis provides insights into the temporal regulation of signaling pathways in response to SCI, showing the progression of molecular processes, including wound healing, cellular remodeling, fibrosis and inflammation in the bladder.

**Supplementary Figure 4: Overview of Transcriptome Analysis**

(A)-(C) Visualization of experimental conditions and samples subjected to RNA sequencing. Detrusor and mucosa were microdissected from age-matched controls (A), spinal cord-injured (SCI) rats treated with vehicle (B), or SCI rats treated with inosine (C) at 8 weeks after injury. Panels B & C also summarize results from our previous studies, highlighting increased non-voiding contractions (SNVC) and reduced staining for synaptophysin (SYP) and the A $\delta$  fiber marker NF200 in the bladder following SCI (B) and mitigation of these changes with inosine treatment (C). Three comparisons are made within detrusor (D) or mucosa (E) to address i) the effect of SCI on the transcriptome compared to control (SCI-Vehicle vs Control); ii) the effect of inosine treatment compared to vehicle treatment on the transcriptome post-SCI (SCI-Inosine vs Control); and (iii) the impact of inosine treatment post-SCI on the transcriptome compared to control (SCI-Inosine vs Control).

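In the direct comparison of SCI-inosine with SCI-vehicle by edgeR's quasi-likelihood test, 0 genes in detrusor had an adjusted p-value under 0.05 (smallest 0.0589). At an unadjusted p-value under 0.05, 420 detrusor genes were higher and 269 lower with inosine, 4.38% of those tested. In mucosa, 1 gene passed at the adjusted threshold, and 570 genes were higher and 300 lower at the unadjusted threshold (5.53%). The 3 libraries of SCI-inosine did not overlap with the 3 of SCI-vehicle for 9.29% of genes in detrusor and 9.16% in mucosa, and chance gives 10%. The adjusted counts moved most with DESeq2, to 10 genes in detrusor and 13 in mucosa. Without SCI-inosine replicate 1, the unadjusted count in detrusor was 1119 genes. In mucosa, the unadjusted count was 493 without SCI-vehicle replicate 2, 1435 without SCI-vehicle replicate 3, 1870 without SCI-inosine replicate 1 and 468 without SCI-inosine replicate 3. The mucosa gene, ENSRNOG00000006365, had counts of 43 to 61 in SCI-vehicle mucosa (10.5 ± 3.02 CPM, SD, n = 3) and counts of 0 or 1 in the 3 SCI-inosine libraries, which is at least 15.2-fold lower (adjusted p = 0.0203 by edgeR's quasi-likelihood test). That adjusted p-value stayed under 0.05 without SCI-vehicle replicate 2 and was above it without any of the other 5 libraries, with a range from 7.37e-05 to 0.270 over the alternatives run for single genes. The mucosa call was lost without mucosa Control replicate 1 as well, and 2 genes passed without SCI-vehicle replicate 2. In Control mucosa, the gene had counts of 28 to 62 (7.17 ± 2.05 CPM, SD, n = 3), at least 10.3-fold more than with inosine. In detrusor, its counts were 18 to 45 in Control (6.28 ± 2.37 CPM, SD, n = 3), 30 to 35 in SCI-vehicle (6.63 ± 0.820 CPM, SD, n = 3) and 0 in each SCI-inosine library. Detrusor SCI-inosine was at least 11.2-fold below Control (adjusted p = 0.0226 by the same edgeR test) and at least 11.8-fold below SCI-vehicle. The adjusted p-value against Control was above 0.05 without Control replicate 1, Control replicate 2, SCI-inosine replicate 2 or SCI-inosine replicate 3, and ranged from 2.39e-06 to 0.106 over the same settings. Fold changes of this gene are lower bounds computed with each SCI-inosine library set at 3 counts, which is more than the 0 or 1 that were counted.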

**Supplementary Figure 5. Differentially expressed genes (DEGs) in detrusor and their regulation by inosine.**

Volcano plot of DEGs in detrusor of SCI-Vehicle versus control (A), SCI-Inosine versus control (C), or SCI-Inosine versus SCI-Vehicle (E). Scatterplot of DEGs in detrusor of SCI-Vehicle versus control (B), SCI-Inosine versus control (D), or SCI-Inosine versus SCI-Vehicle (F). In the volcano plots, the horizontal dotted line represents the cutoff for statistical significance ( $p\text{-value} < 0.05$ ), while the vertical dotted lines indicate a logFC of -2 and 2, representing the thresholds for down- and upregulation, respectively. The

scatterplots show logFC (fold change) on the x-axis and logCPM (counts per million) on the y-axis, where each point represents a gene. The position of each point is determined by its logFC value and logCPM, with a gradient in color representing the p-value. Labeled genes in the scatterplot represent those that are statistically significant, biologically relevant, and strongly expressed as represented by p-value, logFC and logCPM, respectively.

**Supplementary Figure 6. Differentially expressed genes (DEGs) in mucosa.**

Volcano plot of DEGs in detrusor of SCI-Vehicle versus control (A), SCI-Inosine versus control (C), or SCI-Inosine versus SCI-Vehicle (E). Scatterplot of DEGs in detrusor of SCI-Vehicle versus control (B), SCI-Inosine versus control (D), or SCI-Inosine versus SCI-Vehicle (F). Details of volcano plots and scatterplots are as described in the legend for Supplementary Figure 5.

**Supplementary Figure 7. Expression levels of inosine-responsive genes in detrusor and mucosa**

Box chart depicting the expression levels of inosine-responsive genes in the detrusor (A) or mucosa (B). The groups include control bladder samples (blue), samples from SCI-Vehicle (pink), and samples from SCI-Inosine (orange). N=3 biological replicates for each condition.

**Supplementary Figure 8. Circos plot of the top 20 pathways (based on p-value) and the enriched genes in detrusor from all three comparisons.**

The plot is a circular diagram that consists of several components: Sectors: The outer circle is divided into sectors, each representing a pathway or a molecule. These sectors are labelled with the names of the pathways and molecules. Links (chords): The lines (chords) connecting the sectors represent relationships between molecules (proteins) and pathways. Top 20 pathways and enriched genes from analysing DEGs in the detrusors of SCI-Vehicle compared to Control (A); SCI-Inosine compared to SCI-Vehicle (B); SCI-Inosine versus Control (C).

**Supplementary Figure 9. Circos plot of the most recurrent genes in the top 20 pathways (based on pvalue) in detrusor from all comparisons.**

Top 20 pathways and enriched genes from analysing DEGs in the detrusors of SCI-Vehicle compared to Control (A); SCI-Inosine compared to SCI-Vehicle (B); SCI-Inosine versus Control (C). The plot was created as described in the legend to Supplementary Figure 8.

**Supplementary Figure 10. Circos plot of the top 20 pathways (based on p-value) and the enriched genes in mucosa from all three comparisons.**

Top 20 pathways and enriched genes from analysing DEGs in the mucosa of SCI-Vehicle compared to Control (A); SCI-Inosine compared to SCI-Vehicle (B); SCI-Inosine versus Control (C). The plot was created as described in the legend to Supplementary Figure 8.

**Supplementary Figure 11. Circos plot of the most recurrent genes in the top 20 pathways (based on pvalue) in mucosa from all comparisons.**

Top 20 pathways and enriched genes from analysing DEGs in the mucosa of SCI-Vehicle compared to Control (A); SCI-Inosine compared to SCI-Vehicle (B); SCI-Inosine versus Control (C). The plot was created as described in the legend to Supplementary Figure 8.

**Supplementary Figure 12. Expression of PAR and  $\gamma$ H2AX in human neurogenic bladder tissues.**

Representative 20X and 100X images of bladders from pediatric patients with neurogenic bladder or control tissues were stained for (A) Poly/Mono ADP Ribosylation (PAR) (green) and Smooth Muscle Actin (SMA) (red) or (B) gammaHistone2AX ( $\gamma$ H2AX) (green) and neuropilin 2 (NRP2), the latter serving as a marker for smooth muscle. Quantification of PAR and  $\gamma$ H2AX (C & E) positive nuclei as a percent and (D & F) signal intensity. N = 3 biological replicates. A one-way ANOVA was performed followed by a multiple pairwise-comparison between the means of groups using the Tukey Honest Significant Differences. \* p 0.05.

**Supplementary Figure 13. Outline of the process and output of the in-house developed Image analysis macro.**

A) The nuclear ROIs are outlined in green or red if they appear within regions positive for the secondary marker and are superimposed on to the channel containing signal from the primary marker. B) A box plot illustrates the average number of nuclei captured in all images from each of three biological replicates. C) A histogram is created to visualize the signal intensity in all nuclei captured in all images and used to set a threshold for positive signal. D) A scatter plot depicts the area threshold and positive signal threshold used to filter nuclear ROIs (vertical and horizontal dashed lines respectively). E) Scatter plots were generated for each condition to visualize the nuclear signal for each biological replicate.

**Supplementary Figure 14. In vitro model of oxidative DNA damage recapitulates aspects of SCI model.**

**(A)** Lysates of rat bladder fibroblasts stimulated with PBS (Veh) or increasing concentrations of H<sub>2</sub>O<sub>2</sub> for 1 hr were immunoblotted with antibodies to DNA damage markers including phospho-ATM serine/threonine kinase (pATM), gamma histone 2 AX (γH2AX), and Poly/Mono ADP Ribosylation (PAR). **(B)** Expression of DNA damage related genes was assessed at 24hr following exposure to the indicated doses of H<sub>2</sub>O<sub>2</sub>. N = 3 biological replicates. **(C)** DNA damage was measured by comet assay in rat bladder fibroblasts exposed to the indicated doses of H<sub>2</sub>O<sub>2</sub> for 1hr. Images are taken at 20X magnification. **(D)** For quantification of the comet assay, 100-200 nuclei were assessed for each condition. Data are representative of 3 independent trials. **(E)** Rat bladder fibroblasts stimulated with PBS (Veh) or 50μM H<sub>2</sub>O<sub>2</sub> (the lowest dose that achieved a comet) for 1 hour were assessed for malondialdehyde (MDA), a measure of lipid peroxidation. N = 3 biological replicates. A one-way ANOVA was performed followed by a multiple pairwise-comparison between the means of groups using the Tukey Honest Significant Differences. Adjusted p-values were used to report the significance of the differences. \* p 0.05, \*\* p 0.01, comparing to the PBS control (Veh).

**Supplementary Figure 15. Integration of transcriptomics and proteomics.**

**(A)** Illustration of the integration of transcriptomics and proteomics data as a venn diagram that showcases the intersection of pathways between whole bladder proteomics data obtained at 8 weeks following SCI and RNA sequencing data from both the detrusor and mucosa tissues. This visual representation highlights the commonalities and overlaps in biological pathways between these two types of molecular data. **(B)** Temporal expression of Purine Nucleoside Phosphorylase (PNP) was assessed with SCI: This violin plot depicts the log<sub>2</sub> fold change in PNP expression in rat bladder tissue over a 16-week period after SCI. Data points for both control (pink) and SCI (yellow) groups are displayed at 2-, 8-, and 16-weeks post-injury, with the spread indicating variability within the groups. A statistically significant change (p=0.02) in PNP expression was observed between the control and SCI groups, reflecting the impact of injury on this specific protein involved in purine metabolism.

**Supplementary Figure 16. Expression Profiles of ribosomal genes in detrusor and mucosa of rats with SCI.**

In the data preprocessing workflow, ribosomal genes were selectively identified and extracted from RNA sequencing datasets. The dataset was further refined to include only these ribosomal genes, ensuring that

genes with statistical significance (p-value < 0.05) and a substantial change in expression (absolute log-fold change > 0.5) were retained. Expression values across different replicates and conditions (Control, SCI treated with vehicle or inosine in Detrusor (A) or Mucosa (B), were selected.

**Supplementary Figure 17. Full, uncropped immunoblots of DNA damage-related proteins in rat bladder cell lysates.** Rat bladder cell lysates generated following exposure to PBS-vehicle (Veh), H<sub>2</sub>O<sub>2</sub> (50μM, 125μM), and/or Inosine (250μM, 1mM) for 24hrs were immunoblotted with antibodies to (A) Beta actin (Actb), (B) phosphorylated ATM kinase (pATM), (C) gamma histone 2AX (γH2AX) or (D) Poly/mono ADP Ribosylation (PAR).

**Supplementary Table 1. Reagent information**

(A) Antibody Information. (B) Sequences of PCR primers.

**Table 1A: Primer Sequences**

| #  | Target | Species | Forward Sequence         | Reverse Sequence     |
|----|--------|---------|--------------------------|----------------------|
| 1  | Rnf8   | Rat     | TAGGGAACGAAGAGCAAAGAGA   | GAATCCTCTAGAACGCGCCA |
| 2  | Mad2l2 | Rat     | ACTTCGGACATTTTAAAGATGCAA | CGGTTAACGACAATGCGGTC |
| 3  | Trrap  | Rat     | TAAAGCTCCTGGTGAAGCTCAG   | AGCGAACAGGGCAGAAGTAG |
| 4  | Chk2   | Rat     | CAACTACTGGTTCGGGAGGG     | AGGGCCCATTTCCTGAAGA  |
| 6  | Rad50  | Rat     | GACTGTCAGCGTGAAGTGA      | GTTGTAGACGACCCTGCTCC |
| 7  | Xpc    | Rat     | GAACGCCTCTGGCTAGCAT      | CTTCAAAGTCGTCCGCATCG |
| 10 | RPS18  | Rat     | ACAACGTGACTCCAGACATGA    | GCCTTCTTTTGAGCAACCCG |
| 11 | BACT   | Rat     | ACAACCTTCTTGACGCTCCTC    | CCTTCTGACCCATACCCACC |

**Table 1B: Antibodies**

| Antibody              | Vendor       | Catalog number | Host species | IF Dilution | IB Dilution | RRID            |
|-----------------------|--------------|----------------|--------------|-------------|-------------|-----------------|
| $\gamma$ H2AX         | Abcam        | ab26350        | Mouse        | 1:100       | 1:1000      | RRID:AB_470861  |
| PAR (E6F6A)           | CST          | 83732          | Rabbit       | 1:100       | 1:1000      | RRID:AB_2749858 |
| p-ATM/ATR substrate   | CST          | 2851S          | Rabbit       | 1:100       | 1:1000      | RRID:AB_330318  |
| SM22 $\alpha$         | CST          | 40471S         | Rabbit       | 1:100       | 1:1000      | RRID:AB_3675872 |
| $\alpha$ -SMA         | Sigma        | A2547          | Mouse        | 1:100       | 1:1000      | RRID:AB_476701  |
| NRP2                  | Sigma        | HPA054974      | Rabbit       | 1:100       | N/A         | RRID:AB_3676762 |
| Pan-cytokeratin       | Sigma        | C2562          |              | 1:100       | 1:1000      | RRID:AB_476839  |
| p-ATM                 | Invitrogen   | MA1-46069      |              | 1:100       | 1:1000      | RRID:AB_2062982 |
| $\beta$ -actin        | Sigma        | A5441          |              | 1:100       | 1:10000     | RRID:AB_476744  |
| Anti-Rabbit Alexa-488 | ThermoFisher | A-21206        | Donkey       | 1:1000      | N/A         | RRID:AB_2535792 |
| Anti-Rabbit Alexa-594 | ThermoFisher | A-21207        | Donkey       | 1:1000      | N/A         | RRID:AB_141637  |
| Anti-Mouse Alexa-488  | ThermoFisher | A-21202        | Donkey       | 1:1000      | N/A         | RRID:AB_141607  |
| Anti-Mouse Alexa-594  | ThermoFisher | A-21203        | Donkey       | 1:1000      | N/A         | RRID:AB_2535789 |

How the deposited data were processed for this re-analysis (not part of the article)

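The data are read counts per gene from total RNA of 18 rat bladder samples, 3 each of detrusor and mucosa from Control, SCI-vehicle and SCI-inosine rats. Each library was mapped to its tissue, group and replicate by its label, and no library was left out. To make the counts, the authors depleted ribosomal RNA, prepared libraries, sequenced paired-end reads on 2 separate flow cells and added the counts of both per sample, as the methods of the paper state. The aligner, the counting program, the genome build and the annotation are not named in the paper's text. The counts as deposited are whole numbers on 32754 genes without normalization, 0 columns were unused, and 0 entries lacked a gene. Total counts per library ranged from 3255012 to 6810496 (median 5030414).

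Genes with more than 1 CPM in at least 3 of the 18 libraries were tested (15740 genes). Counts were scaled by TMM in edgeR 4.0.16 and tested with its quasi-likelihood F test (two-sided), in R 4.3.3. The 9 libraries of a tissue were fitted together by group, and SCI-vehicle was compared with Control, SCI-inosine with Control, and SCI-inosine with SCI-vehicle. P-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison, and the threshold was 0.05. The differences between the tissues (interactions) and the tissue difference in controls were tested in one model of all 18 libraries with 6 groups. With 3 libraries in each group, the biological coefficient of variation of these fits sets the precision.

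Inosine-responsive genes were taken by the definition of the paper, DEGs in SCI-vehicle versus Control that are not DEGs in SCI-inosine versus Control. Genes in both tissues had to have the same direction in each, and the number expected was the product of the list sizes divided by the genes tested. PCA, distances and the clustering of libraries used log2 CPM with a prior count of 2 over the 200 genes with the highest variance in all libraries. Clustering used average linkage on 1 minus the Pearson correlation of gene-scaled values. The separation of groups was tested by pseudo-F over all 280 groupings of 9 libraries (one-sided exact permutation). Genes more than 4-fold higher in one control tissue were called enriched in it. The share of the other tissue in a library was the median, over the genes enriched in that tissue with more than 50 CPM there, of the distance moved from one control level toward the other, and control libraries were set against the other controls of their tissue.

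Simulated counts were drawn gene by gene from negative binomial distributions with the fitted spread. Where groups without a difference were simulated, 20 times, the means were the fitted ones. For the recovery of known changes, simulated once, they were each gene's mean CPM over the libraries of a tissue. A log2 change of 2 was put in 200 genes, drawn only from the more abundant of those tested. Recovery of smaller changes, or of changes in genes of low abundance, was not simulated. With the spread of these libraries, edgeR's quasi-likelihood test recovered 94.0% of the changed genes in detrusor and 98.0% in mucosa. Of its calls, 4.57% and 6.22% were false. DESeq2 recovered 95.5% and 99.0%, with 9.91% and 12.0% of its calls false. The likelihood ratio test recovered 96.5% and 99.0%, with 13.8% and 19.8% of its calls false. The interaction test recovered 83.0%, with 8.29% of its calls false. In a comparison without changed genes, the quasi-likelihood test called 0 genes in either tissue at an adjusted p-value under 0.05, with 4.62% and 4.80% of genes at an unadjusted p-value under 0.05, and DESeq2 called 3 and 5.

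The alternatives tried were an unadjusted threshold, each threshold with a log2 fold change beyond 0.5, DESeq2 1.42.0, its size factors in place of TMM, edgeR's likelihood ratio test, its filterByExpr filter (13084 genes in detrusor, 13597 in mucosa and 14308 in the model of both), every gene with a count (23058 genes), only the 2 groups compared, all libraries in one model, the replicate number as a block, genes enriched in the other tissue left out, the share of the other tissue as a covariate, and leaving out each library. Genes named in the text come from a list of the 3 with the largest rise and the 3 with the largest fall in each comparison, among genes with an adjusted p-value under 0.05 and no overlap between the libraries of the groups, and of the 3 with the smallest p in each interaction test. At most 2 that rose and 2 that fell were printed, picked from that list after their values were seen, so the genes with the largest rises in SCI-inosine against Control are not named. The files do not pair Ensembl identifiers with gene names, so the genes the paper names, the gene set tests, the lists of cell type markers and the alternative without mitochondrially encoded and ribosomal RNA genes were not run.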

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

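Of the tests in this part, the interaction test and the leaving out of each library were planned, and the others were chosen only after the number of interaction genes was seen. The change from Control to SCI-vehicle differed between detrusor and mucosa for 19 genes with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test of the interaction. Of the splits of the SCI-vehicle and Control libraries within both tissues, 40 out of 200 were drawn, and 1 of the 40, the real one, gave as many genes, where the highest number in any other was 11. By the number of genes at an unadjusted p-value under 0.05, 4 of the 40 gave as many as the real split, which had 1731 genes. All 19 genes changed in opposite directions in the tissues, 18 of them up in detrusor and down in mucosa, which a selection by interaction in the same libraries favors. By chance, the 3 SCI-vehicle libraries do not overlap with the 3 Control libraries for 10% of genes in a single tissue. Among all genes tested, the SCI-vehicle libraries of 144 lay apart upward in detrusor and downward in mucosa, where 109 would be expected if the tissues were independent, and 99 the other way, where 150.1 would be expected, so opposite changes as a whole were not in excess. Genes apart upward in both tissues numbered 144, where 119 would be expected, and downward in both 151, where 137 would be expected.

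Mucosa carried over into the detrusor samples would raise genes that are enriched in mucosa. Of the 19 genes, 2 were more than 4-fold higher in control mucosa and 0 in control detrusor, whereas 16.2% of all genes were enriched in either. With the shares of the other tissue as covariates in the model, 19 of the 19 genes were kept among 71 called, which argues against carry-over as the source of these differences. The number depends on single libraries. It was 1 without detrusor Control replicate 1 or 2, detrusor SCI-vehicle replicate 3, mucosa Control replicate 2 or mucosa SCI-vehicle replicate 1, 2 without mucosa Control replicate 3, and 3 without mucosa Control replicate 1 or mucosa SCI-vehicle replicate 3. It was 5 without detrusor SCI-vehicle replicate 2, 6 without detrusor SCI-inosine replicate 3, 7 without mucosa SCI-inosine replicate 2, 8 without mucosa SCI-inosine replicate 3, 9 without mucosa SCI-vehicle replicate 2 and 12 without mucosa SCI-inosine replicate 1. It was 44 without detrusor SCI-vehicle replicate 1 and 95 without detrusor Control replicate 3. A candidate explanation, as a hypothesis, is that injury may act on these genes in opposite ways in detrusor and mucosa. GC content, gene length and reads shared between similar genes were not tested, and the paper names no dissection or library batch that could be set against the groups.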

How the results depend on the processing

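Of the tests in this part, the model with the share of the other tissue as a covariate was chosen only after the results were seen, and all other alternatives were set before the data were examined. Counts below are genes with an adjusted p-value under 0.05 unless another threshold is given, and a count moved when it changed by more than 1.5 times. Apart from the threshold, the cause of the moves below was not tested.

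The threshold moved the counts most. At an unadjusted p-value under 0.05, SCI-vehicle against Control, SCI-inosine against Control and SCI-inosine against SCI-vehicle gave 2042, 2145 and 689 genes in detrusor and 1611, 787 and 870 in mucosa. Inosine-responsive genes were then 1041 in detrusor, 1286 in mucosa and 104 in both, the injury interaction had 1731 genes and the inosine interaction 609. With a log2 fold change beyond 0.5 as well, the same comparisons gave 1458, 1594 and 531 genes in detrusor and 1077, 503 and 590 in mucosa, and inosine-responsive genes were 767, 912 and 78. A log2 fold change beyond 0.5 added to the adjusted threshold left the counts of the comparisons within tissues and of inosine-responsive genes at their values, and it was not tried for the interactions.

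DESeq2 gave 335, 349 and 10 genes in detrusor, 81, 17 and 13 in mucosa, inosine-responsive genes of 194, 78 and 1, and 183 genes in the injury interaction. Its calls held all 12, 46 and 1 genes called by edgeR's quasi-likelihood test. The likelihood ratio test gave 306, 331 and 7 in detrusor, 103, 24 and 9 in mucosa, and inosine-responsive genes of 186, 98 and 2. On simulated data, the share of false calls was higher for both than for the quasi-likelihood test. Without a filter on low counts, detrusor gave 156, 149 and 2 genes with 97 inosine-responsive, SCI-inosine against Control gave 1 gene in mucosa, and the injury interaction 41. DESeq2's size factors and filterByExpr left every count within 1.5 times of its value.

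With only the 2 groups compared in the model, detrusor gave 6 and 11 genes against Control with 5 inosine-responsive, and SCI-inosine against SCI-vehicle gave 0 genes in mucosa. With all 18 libraries in one model, detrusor gave 45 and 130 genes against Control and 1 between the injured groups, with 23 inosine-responsive, and SCI-inosine against Control gave 1 gene in mucosa. With the genes of the other tissue left out, SCI-vehicle against Control gave 22 genes in detrusor with 8 inosine-responsive, SCI-inosine against SCI-vehicle gave 1 in detrusor and SCI-inosine against Control gave 1 in mucosa. With the share of the other tissue as a covariate, detrusor gave 3 and 10 genes against Control with 0 inosine-responsive, and mucosa gave 9 for SCI-vehicle against Control, all 9 inosine-responsive, and 2 for SCI-inosine against SCI-vehicle.

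With the replicate number as a block, SCI-inosine against Control gave 75 genes in detrusor, inosine-responsive genes in detrusor were 1, and SCI-inosine against SCI-vehicle gave 0 genes in mucosa. Over 10257 genes, after the group mean was removed, libraries of different groups with the same number correlated by -0.00120 on average in detrusor (-0.244 to 0.380) and 0.201 in mucosa (-0.339 to 0.652), and detrusor and mucosa of one number and group by 0.107 (-0.00486 to 0.243). Libraries with different numbers correlated by 0.00205, -0.103 and -0.0526 on average, and since the deviations within a group sum to 0, these values fall as those with the same number rise. A correlation above 0.1 was found for 2 of 9, 5 of 9 and 5 of 9 pairs with the same number, against 4 of 18, 7 of 18 and 1 of 18 pairs with different numbers. Because it was not found for every pair with the same number, the numbers were not taken to pair the libraries, and whether detrusor and mucosa of one number share a rat or a day stays open. The interaction genes given above came from a model that took all 18 libraries as independent, and so without such a pairing.

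Across the 9 fits of a tissue that each left out one library, SCI-vehicle against Control gave 0 to 20 genes in detrusor and 0 in mucosa, SCI-inosine against Control 0 to 100 and 0, and SCI-inosine against SCI-vehicle 0 and 0 to 2. Inosine-responsive genes were 0 to 11 in detrusor and 0 in mucosa, and across 18 fits they were 0 in both tissues. Across 18 fits, the injury interaction gave 1 to 95 genes, the inosine interaction 0 and the tissue difference in controls 5870 to 7704. The lowest values in detrusor came without Control replicate 1 or 2 in both comparisons with Control, and the highest without SCI-inosine replicate 1. The pseudo-F of the groups ranged from 1.24 to 3.29 in detrusor (one-sided exact permutation p from 0.0179 to 0.336) and from 0.584 to 3.12 in mucosa (exact p from 0.0857 to 0.725). The most variable genes were chosen anew for each library left out. The detrusor groups passed an exact p under 0.05 only without SCI-vehicle replicate 1, at a pseudo-F of 3.29. With other gene numbers or the variance-stabilizing transformation, it was 1.45 to 2.00 in detrusor (exact p from 0.05 to 0.15) and 1.01 to 1.22 in mucosa (exact p from 0.254 to 0.389). For the 6 changes of single genes named in the text, all 48 alternatives run (DESeq2, its size factors and each library left out) kept the direction, 21 of them past the threshold and 27 not.

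Gene set tests with camera or fry, and the alternative without mitochondrially encoded and ribosomal RNA genes, were not run, because the files do not pair identifiers with names.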

Differences from the paper's values

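No tests in this part were chosen after the result was seen. The paper's values are its numbers of DEGs, and the values beside them are genes with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, 2 brought any of the 23 values within 1.5 times of the paper's, an unadjusted p-value under 0.05 (8 of the 23) and an unadjusted p-value under 0.05 with a log2 fold change beyond 0.5 (14 of the 23). None of the settings with an adjusted p-value did so, DESeq2 included (0 of the 23). The unadjusted thresholds were applied to edgeR's quasi-likelihood test only. DESeq2, the tool the paper names, was not tried at them.

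For SCI-vehicle against Control in detrusor, the paper gives 1,582 DEGs, 1,051 up and 531 down, against 12, 7 and 5. The unadjusted threshold closed the gap for the total (2042) and the genes up (1189) and not for those down (853), and with the log2 fold change all 3 were closed (1458, 952 and 506). In mucosa, the paper gives 564 DEGs, 196 up and 368 down, against 0, 0 and 0. None of the alternatives set before the data were examined closed these gaps, and the unadjusted threshold gave 1611, 738 and 873 genes, or 1077, 515 and 562 with the log2 fold change.

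For SCI-inosine against Control in detrusor, the paper gives 1,740 DEGs, 1,213 up and 527 down, against 46, 30 and 16. The unadjusted threshold closed the gap for the total (2145) and the genes up (1224) and not for those down (921), and with the log2 fold change all 3 were closed (1594, 1066 and 528). In mucosa, the paper gives 287 DEGs, 181 up and 106 down, against 0, 0 and 0. The unadjusted threshold gave 787, 371 and 416 genes, and with the log2 fold change 503, 269 and 234, which closed the gap for the genes up only.

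For SCI-inosine against SCI-vehicle, the paper's bars show about 470 genes up and about 250 down in detrusor in Fig. 2E and about 280 up and about 58 down in mucosa in Fig. 2F, read by eye, against 0 and 0 in detrusor and 0 and 1 in mucosa. The unadjusted threshold closed the gap in detrusor (420 up, 269 down) and not in mucosa (570 up, 300 down). With the log2 fold change, it was closed in detrusor (354 and 177) and for the genes up in mucosa (400), and not for those down (190).

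Of inosine-responsive genes, the paper gives 510 up and 304 down in detrusor, against 1 and 2. The unadjusted threshold closed both gaps (640 and 401), also with the log2 fold change (495 and 272). In mucosa, the paper gives 172 up and 322 down, against 0 and 0. The unadjusted threshold (619 and 667) did not close these gaps, and with the log2 fold change it closed the one for the genes down (463) and not for those up (449). In both tissues, the paper gives 29 genes, 18 up and 11 down, against 0, 0 and 0. The unadjusted threshold gave 104, 86 and 18, and with the log2 fold change 78, 68 and 10, which closed the gap for the genes down only.

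In the PCA, the paper places detrusor of inosine-treated rats close to controls and detrusor of vehicle-treated rats further away. Over the 200 most variable genes, the Control centroid was 23.2 log2 units from SCI-inosine and 24.7 from SCI-vehicle, and without SCI-vehicle replicate 1 the SCI-vehicle centroid was 14.3 from Control. The paper describes a complete separation of the mucosa groups in a PCA of mucosa alone, and here 1 of the 3 groups, SCI-vehicle, was parted from the rest by a straight line. The paper also states that the groups clustered together in the heatmap. In the trees computed here, 0 of the 6 groups with the 200 most variable genes and 2 of the 6 with the 3770 genes past the rule of the Fig. 2C legend had a branch of their own.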

Other observations

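The counts of other splits for the comparisons of 2 groups and for the tissue difference in controls, and the tests of limited power and of the opposite selection of genes, were set before the results, and the other tests in this part were chosen only after the result was seen. Splitting the 6 libraries of 2 groups in other ways gives 10 splits, so the share of splits as large as the real one is never under 0.1. In detrusor, 1 of the 10 gave as many genes with an adjusted p-value under 0.05 as the real split for SCI-vehicle against Control, 1 for SCI-inosine against Control and 10 for SCI-inosine against SCI-vehicle, where the real split gave 0 genes. In mucosa, the real split gave 0 genes for both comparisons with Control, so all 10 gave as many, and 2 of the 10 did so for SCI-inosine against SCI-vehicle. With an unadjusted p-value under 0.05 as the threshold, the numbers of splits as large were 1, 2 and 6 in detrusor and 2, 5 and 2 in mucosa, for real counts of 2042, 2145 and 689 and of 1611, 787 and 870 genes. Those counts in detrusor were 1257 and 1165 for SCI-vehicle without Control replicate 1 or 2, 1209, 1337 and 1406 for SCI-inosine without Control replicate 1, Control replicate 2 or SCI-inosine replicate 2, and 1119 between the injured groups without SCI-inosine replicate 1. In mucosa they were 919 and 949 for SCI-vehicle without Control replicate 2 or SCI-vehicle replicate 2, and between the injured groups 493, 1435, 1870 and 468 without SCI-vehicle replicate 2, SCI-vehicle replicate 3, SCI-inosine replicate 1 or SCI-inosine replicate 3. The tissue difference in controls came in 1 of its 10 splits, and any other split gave 0 genes at the adjusted threshold and up to 951 at the unadjusted one. For inosine-responsive genes, the injured libraries of each tissue were split into vehicle and inosine. With an adjusted p-value under 0.05, 10 of 20 splits gave as many as the real one in detrusor. In mucosa 20 of 20 did so and in both tissues 100 of 100, where the real numbers were 0. With the unadjusted threshold, 11 of 20 splits reached the 1041 genes of detrusor. For mucosa, 3 of 20 reached the 1286 genes, and 7 of 100 reached the 104 genes of both tissues. Without mucosa Control replicate 2, SCI-vehicle replicate 2 or SCI-vehicle replicate 3, the 1286 genes were 734, 700 and 1986. For the interaction of tissue and inosine, with 0 genes, 40 of 40 splits gave as many, and 34 of 40 gave at least its 609 genes at an unadjusted p-value under 0.05.

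Genes called in SCI-vehicle and not in SCI-inosine were compared with what limited power gives when inosine does nothing. In 20 simulated data sets, SCI-inosine libraries were drawn with the SCI-vehicle means, after the SCI-vehicle changes were multiplied by 0.7 in detrusor and 0.6 in mucosa so that the number of calls against Control at an unadjusted p-value under 0.05 came near the real one. These gave 972 to 1079 such genes in detrusor at this threshold (median 1031.5), against 1041 in the data. In the simulations, 17.5% to 20.2% of these genes passed the direct test of SCI-inosine against SCI-vehicle, against 15.1% in the data. In the opposite selection, 1144 detrusor genes were called in SCI-inosine and not in SCI-vehicle. The number of detrusor genes that meet the definition at the unadjusted threshold could therefore arise without an effect of inosine, and these tests do not exclude an effect on some of them. The match does not extend to an adjusted p-value under 0.05, where the same simulations gave 77 to 178 genes in SCI-vehicle against Control and 34 to 100 that met the definition, against 12 and 3 in the data. The 12 genes were 0 without Control replicate 1, Control replicate 2 or SCI-vehicle replicate 2, 2 without SCI-vehicle replicate 3, 4 without SCI-vehicle replicate 1 or SCI-inosine replicate 3, 5 without Control replicate 3 and 20 without SCI-inosine replicate 1. The 3 genes were 0 without Control replicate 1, Control replicate 2, SCI-vehicle replicate 2 or SCI-vehicle replicate 3, 1 without Control replicate 3 or SCI-vehicle replicate 1, 5 without SCI-inosine replicate 1 and 11 without SCI-inosine replicate 2. Without Control replicate 2, SCI-vehicle replicate 3 or SCI-inosine replicate 2, the 1041 genes were 610, 674 and 1828. Without Control replicate 1, SCI-inosine replicate 1 or SCI-inosine replicate 2, the 1144 genes were 699, 1800 and 608.

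In mucosa, the simulations gave 903 to 997 such genes (median 957.5), fewer than the 1286 in the data. Of them, 18.5% to 22.9% passed the direct test, against 26.4% in the data. When all 3 groups were simulated with Control means, 21.6% to 30.2% of such genes passed it. With SCI-inosine drawn like SCI-vehicle, 1512 to 1664 genes were called in SCI-inosine against Control, against 787 in the data. The opposite selection gave 462 genes, against 876 to 994 in the same simulations. The ratio between both selections was 2.78 in the data. However, 3 of the 20 splits of the mucosa libraries gave at least 1286 genes, and 4 of 10 pairs of mirrored splits had a ratio at least as large (1.40 to 5.30). An effect of inosine in mucosa and differences between libraries that are not due to treatment cannot be told apart by these numbers, because splits that mix the groups reach the same values. That number, 1286, was 734 without Control replicate 2, 700 without SCI-vehicle replicate 2 and 1986 without SCI-vehicle replicate 3. The 462 genes of the opposite selection were then 421, 550 and 492, so the ratio depends on single libraries as well.

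Changes that share a group are correlated by construction. Across all genes tested, the log2 fold changes of SCI-vehicle and SCI-inosine against the same controls correlated by 0.644 in detrusor and 0.515 in mucosa. When all 3 groups were simulated with Control means, the correlation was 0.497 to 0.553 in detrusor and 0.442 to 0.496 in mucosa, and with SCI-inosine drawn like SCI-vehicle it was 0.701 to 0.736 and 0.611 to 0.652. The change from SCI-vehicle to SCI-inosine correlated with the change from Control to SCI-vehicle by -0.420 in detrusor and -0.551 in mucosa. The simulations with Control means gave -0.517 to -0.469 and -0.518 to -0.459, and those with SCI-inosine drawn like SCI-vehicle gave -0.405 to -0.355 and -0.436 to -0.376. A negative correlation of this kind thus appears without any reversal by inosine. The value in detrusor lay between both simulated ranges and that in mucosa below both, and the simulations drew genes independently, without the spread that genes share within a library. Between detrusor and mucosa, which share no library, the correlation was 0.160 for SCI-vehicle against Control, 0.113 for SCI-inosine against Control and 0.219 for SCI-inosine against SCI-vehicle.

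Genes enriched in control mucosa were over-represented among the genes that rise in detrusor of SCI-vehicle rats, 396 of 1189. In detrusor SCI-vehicle replicate 1, 20 of the 20 most abundant mucosa genes were above their mean in the detrusor controls, at shares of the mucosa level from 3.52% to 76.4% (median 21.5%). In the other detrusor libraries of injured rats, 13 to 19 of the 20 were. Over the 314 enriched and abundant genes, the share in replicate 1 was 25.8% (interquartile range 12.1% to 45.7%), with 20.1% for genes 4-fold to 16-fold higher in mucosa and 41.5% for genes more than 16-fold higher. Mucosa left on this sample may account for part of these rises, and a change of detrusor cells toward such expression was not tested. Carry-over can only lower genes that are lower in mucosa, yet 331 of the rising genes were lower in control mucosa, where 182.2 would pass by chance alone, and 255 such genes rose in the model with the share as a covariate. This argues against carry-over as the source of those rises. With the covariate, which was chosen after the share was seen, 745 genes rose, 632 of them among the 1189. Of these 632, 90 were enriched in mucosa, and enriched genes among the rest of the 745 were not counted.

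Detrusor genes were higher in replicate 1 of each mucosa group, with detrusor shares of 8.48% in Control, 5.00% in SCI-vehicle and 10.8% in SCI-inosine. The mean of these was 8.08% and that of the other mucosa libraries -1.42%, a difference that no other choice of one library per group reached (1 of 27 choices, one-sided exact permutation p = 0.0370, the smallest it can give). Replicate 1 was chosen after these values were seen. In each of the 3 libraries, 20 of the 20 most abundant detrusor genes were above their mean in the mucosa controls, and so they were in mucosa SCI-inosine replicate 3, at a median share of 2.41%. Detrusor carried over into the mucosa samples is a candidate source of these 20 genes, and a shared day of dissection could not be tested, because the labels give none. In detrusor, the share of mucosa was 9.47% in replicate 1 and 4.11% in the others (one-sided exact permutation p = 0.333). No biological explanation was tested, since replicate numbers carry no condition.

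Detrusor SCI-inosine replicate 2 had 18628 genes at a count of 0, against 14098 to 16279 in the other 17 libraries, although its total count, 6514244, was among the higher ones, which argues against low depth. It had 771 genes with counts of 1 to 5, against 3531 to 4167 in the other 17 libraries. Low counts were thus fewer but present, which argues against a filter that sets all of them to 0. This library had 338 genes with a count of 1, against 1423 to 1767 in the others. Of its 1946 genes with an expected count of 20 to 50, 72 were at 0 (3.70%, against up to 0.623% in the others). A library that was copied many times from few starting molecules is a candidate explanation. The cause of such a start was not tested, and no biological explanation was tested. For 46 genes, this library had a count of 0 where the other 8 detrusor libraries had more than 10. Without it, the genes called in SCI-inosine against Control in detrusor were 0 at an adjusted p-value under 0.05 and 1406 at an unadjusted p-value under 0.05.

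ENSRNOG00000006365 had 0 or 1 counts in all 6 SCI-inosine libraries and at least 18 in the other 12, in both tissues. In all, 1 gene, this one, had at most 3 counts in the 6 SCI-inosine libraries and more than 10 in all others, and there were 0 such genes for Control and 0 for SCI-vehicle. The highest count in the SCI-inosine libraries other than detrusor replicate 2 was 1, which argues against the few molecules of that library as the cause. A loss with inosine and a variant shared by the rats of that group, such as from one litter or supplier batch, cannot be told apart, because the files give no genotype and each group was treated in one way. The paper does not report on this gene by its identifier, and reads shared with similar genes were not tested.

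The largest axis of the spread within groups, over 6169 genes that differ less than 2-fold between the control tissues, held 41.8% of the variance within groups in detrusor and 45.1% in mucosa. Its correlation with the share of the other tissue was 0.0631 in detrusor (two-sided exact permutation p = 0.866 over 216 orders) and 0.769 in mucosa (p = 0.0417, Benjamini-Hochberg adjusted over 2 tissues 0.0833). By rank it was 0.4 in detrusor (exact p = 0.278) and 0.783 in mucosa (exact p = 0.0139, adjusted 0.0278). Without the 2 libraries farthest from the median share, the correlation was 0.673 in detrusor and 0.542 in mucosa, so whether carry-over goes with this axis remains open in both. In mucosa, SCI-vehicle replicates 1 and 2 and SCI-inosine replicate 1 lie on one side of it. The split of these 3 libraries from the other 3 injured ones gave 423 genes with an adjusted p-value under 0.05 and 3633 at an unadjusted p-value under 0.05, against 1 and 870 for the real split. The 1 gene of the real split was 0 without Control replicate 1, SCI-vehicle replicate 1, SCI-vehicle replicate 3 or any SCI-inosine library, and 2 without SCI-vehicle replicate 2. It was singled out after these numbers were seen, and the other 8 splits that mix the injured groups gave 0 genes with an adjusted p-value under 0.05 and 267 to 804 at an unadjusted p-value under 0.05. The source of this axis was not found.

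Of the 280 groupings of the 9 libraries of a tissue into 3 groups, 1 in detrusor and 3 in mucosa had all groups parted by straight lines in the plane of the first and second components of the 200 most variable genes, and the real grouping was not among them.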
